# Transcriptomic and proteomic landscape of mitochondrial dysfunction reveals secondary coenzyme Q deficiency in mammals

**DOI:** 10.7554/eLife.30952

**Published:** 2017-11-14

**Authors:** Inge Kühl, Maria Miranda, Ilian Atanassov, Irina Kuznetsova, Yvonne Hinze, Arnaud Mourier, Aleksandra Filipovska, Nils-Göran Larsson

**Keywords:** Mitochondrial gene expression, OXPHOS dysfunction, Coenzyme Q biosynthesis, One-carbon pathway, Mitoproteome, Cellular transcriptome, Mouse

## Abstract

Dysfunction of the oxidative phosphorylation (OXPHOS) system is a major cause of human disease and the cellular consequences are highly complex. Here, we present comparative analyses of mitochondrial proteomes, cellular transcriptomes and targeted metabolomics of five knockout mouse strains deficient in essential factors required for mitochondrial DNA gene expression, leading to OXPHOS dysfunction. Moreover, we describe sequential protein changes during post-natal development and progressive OXPHOS dysfunction in time course analyses in control mice and a middle lifespan knockout, respectively. Very unexpectedly, we identify a new response pathway to OXPHOS dysfunction in which the intra-mitochondrial synthesis of coenzyme Q (ubiquinone, Q) and Q levels are profoundly decreased, pointing towards novel possibilities for therapy. Our extensive omics analyses provide a high-quality resource of altered gene expression patterns under severe OXPHOS deficiency comparing several mouse models, that will deepen our understanding, open avenues for research and provide an important reference for diagnosis and treatment.

## Introduction

The energy from ingested food nutrients is harvested through a series of metabolic reactions and, in the final step, the mitochondrial oxidative phosphorylation (OXPHOS) system produces the cellular energy currency adenosine 5′-triphosphate (ATP). An adequate OXPHOS function is essential to support a variety of processes, such as biosynthesis of novel cellular components or cellular transport. Given the central role of mitochondria in cellular metabolism, mitochondrial dysfunction is a major contributor to human pathology and is also heavily involved in the aging process (Larsson, 2010). It is often assumed that the defects caused by OXPHOS dysfunction are directly explained by ATP deficiency. However, the network of metabolic reactions linked to OXPHOS is very complex and the molecular consequences of OXPHOS dysfunction are therefore hard to predict. Recent advances in high-throughput technologies in proteomics, metabolomics, and sequencing have substantially increased our knowledge of mitochondrial function by refining the catalogue of mitochondrial proteins (Calvo et al., 2016), by broadening our understanding of the function of several orphan mitochondrial proteins (Floyd et al., 2016), and by identifying essential genes required for OXPHOS function (Arroyo et al., 2016). Furthermore, these studies have given novel insights into the pathophysiology of OXPHOS dysfunction by for example showing effects on intra-mitochondrial one-carbon (1C) metabolism necessary for purine and S-adenosine methionine synthesis (Ducker and Rabinowitz, 2017). However, our detailed understanding of the events that accompany OXPHOS dysfunction and contribute to the pathophysiology of mitochondrial diseases is still poorly understood and therefore the treatment options are very limited (Pfeffer et al., 2012).

The biogenesis of the OXPHOS system is under dual genetic control and requires the concerted expression of nuclear and mitochondrial DNA (mtDNA) encoded genes (Gustafsson et al., 2016). Mitochondria contain multiple copies of the compact double-stranded mtDNA, which encodes 2 ribosomal RNAs (mt-rRNAs), 22 transfer RNAs (mt-tRNAs), and 11 messenger RNAs (mt-mRNAs) producing 13 protein subunits of OXPHOS complexes I, III, IV and V. The biogenesis of the OXPHOS system is critically dependent on the mtDNA-encoded subunits as they typically have key catalytic roles or are core subunits for OXPHOS assembly (Milenkovic et al., 2017). Similar to the nuclear genome, expression of mammalian mtDNA requires several essential steps including genome maintenance, replication, transcription, RNA maturation and translation. All proteins involved in these processes are encoded in the nuclear genome, translated in the cytosol, and imported into the mitochondrial network. It is estimated that approximately one quarter of the ~1200 nucleus-encoded mitochondrial proteins are devoted to control mtDNA gene expression in mammals (Gustafsson et al., 2016). However, the regulation of mtDNA replication and gene expression still remains one of the most significant gaps in our understanding of mitochondrial function.

To better understand the cellular consequences of OXPHOS dysfunction in vivo we have performed a systematic comparative analysis of the mitochondrial proteome (mitoproteome) and the global transcriptome, as well as targeted metabolomics in five conditional knockout mouse strains with disruption of key genes that regulate mtDNA gene expression from mtDNA replication to translation in the heart. To abolish mtDNA replication, we disrupted the gene encoding the mitochondrial replicative helicase TWINKLE (*Twnk*; Milenkovic et al., 2013). TWINKLE forms a hexameric ring that unwinds mtDNA at the replication fork (Fernández-Millán et al., 2015; Korhonen et al., 2004). *TWINKLE* mutations in humans lead to multiple deletions of mtDNA, deficient respiratory chain function and neuromuscular symptoms. To study mtDNA maintenance, we disrupted the gene encoding mitochondrial transcription factor A (*Tfam*; Larsson et al., 1998). TFAM fully coats and packages mammalian mtDNA into mitochondrial nucleoids (Kukat et al., 2015, 2011). It is also essential for mtDNA transcription initiation (Shi et al., 2012). To abolish mtDNA transcription, we disrupted the mitochondrial RNA polymerase (*Polrmt*) gene (Kühl et al., 2014; Kühl et al., 2016). To abolish mt-mRNA stability and maturation, we disrupted *Lrpprc* encoding the leucine-rich pentatricopeptide repeat containing protein that is required for posttranscriptional regulation (Ruzzenente et al., 2012). An amino-acid substitution in LRPPRC causes the French-Canadian type of Leigh syndrome, a severe neurodegenerative disorder characterized by complex IV deficiency (Mootha et al., 2003). Finally, to abolish mitochondrial translation we disrupted the mitochondrial transcription termination factor 4 (*Mterf4*) gene, which is necessary for a late assembly step of the mitochondrial ribosome (Cámara et al., 2011; Metodiev et al., 2014). These five genes are all essential as whole body knockouts are lethal at embryonic day 8.5. Tissue-specific deletion of these genes in the heart and skeletal muscle causes mitochondrial cardiomyopathy and a drastically shortened lifespan ranging from <6 weeks (*Polrmt* knockout) to 21 weeks (*Mterf4* knockout). Here, we combined these five models and their respective controls in a comparative study to systematically identify changes in levels of transcripts, proteins and metabolites due to disruption of mtDNA gene expression at different stages resulting in severe OXPHOS dysfunction. To study sequential protein changes during progressive mitochondrial dysfunction, we performed a temporal mitoproteomic analysis of the *Lrpprc* knockout mouse hearts at different ages. This allowed us to follow temporal events as the OXPHOS dysfunction progressed from mild to severe. In addition, we compared the transcriptomic and mitoproteomic changes of control mice to evaluate post-natal changes in the mitochondrial transcriptome and mitoproteome from juvenile mice (3-week-old mice) until adulthood (24-week-old mice).

Surprisingly, we identified that disruption of mtDNA expression has severe effects on the intra-mitochondrial coenzyme Q (ubiquinone, Q) synthesis. We found a global down-regulation of several key Q biosynthesis (COQ) enzymes accompanied by low levels of Q9, the most abundant form of Q in the mouse. These findings provide experimental rationale supporting Q supplementation as a general treatment for patients with OXPHOS dysfunction. Our label free proteomics approach is validated by the detection of very low levels of OXPHOS subunits in the studied mutants. Further, we reproduced previous reports that OXPHOS deficiency has drastic effects on the 1C metabolism and extend these findings by showing that up-regulation of the 1C metabolism is an early event present even before OXPHOS dysfunction is detected. Finally, our different high-quality extensive proteomic and transcriptomic datasets provide a rich source of information that can be mined for future studies of OXPHOS deficiency. They will be important resources for scientists and clinicians.

## Results

### Integrated RNA-sequencing and label-free mass spectrometry approach identify cellular and mitochondrial responses to OXPHOS dysfunction in mouse

We determined the mitoproteome and the cellular transcriptome in heart of five conditional knockout mouse strains with impaired mtDNA gene expression at the level of replication (*Twnk*) (Milenkovic et al., 2013), mtDNA maintenance (*Tfam*) (Larsson et al., 1998), transcription (*Polrmt*) (Kühl et al., 2014, Kühl et al., 2016), RNA stability (*Lrpprc*) (Ruzzenente et al., 2012) and translation (*Mterf4*) (Cámara et al., 2011). All of these knockouts develop progressive OXPHOS deficiency and cardiomyopathy that leads to a much shorter lifespan ranging from <6 to 21 weeks (Figure 1A; Table 1). Two of the mouse models showed an increase in citrate synthase activity, which is a commonly used marker of mitochondrial biogenesis (Figure 1—figure supplement 1).

**Figure 1.**
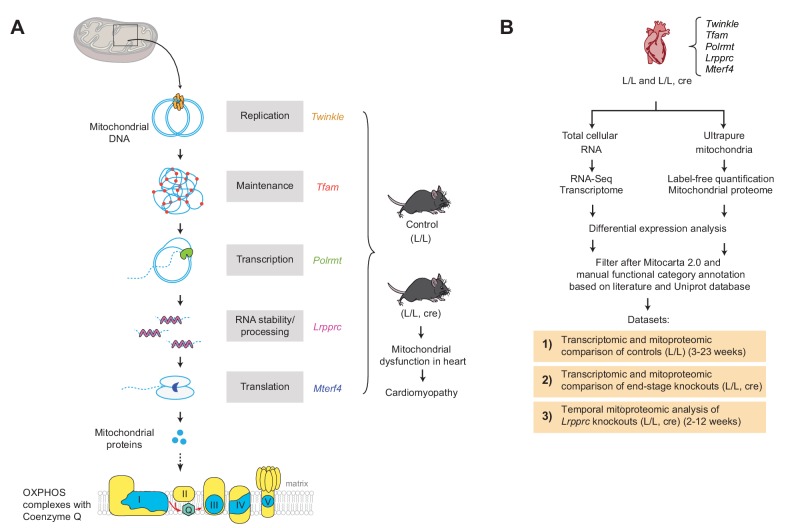
Label-free quantification and comparison of mitoproteomes of mouse hearts with mitochondrial dysfunction. (**A**) Schematic representation of the tissue-specific knockout strains (L/L, cre) used, with impaired mtDNA gene expression leading to mitochondrial dysfunction and corresponding controls (L/L). Nuclear-encoded mitochondrial proteins are illustrated in yellow and mtDNA-encoded mitochondrial proteins in blue. (**B**) Experimental workflow of the analysis of the transcriptomes and mitoproteomes from mouse heart generating three distinct datasets (1-3). Files are provided in Supplementary file 1–5, 8 and 9.

**Figure 1—figure supplement 1.**
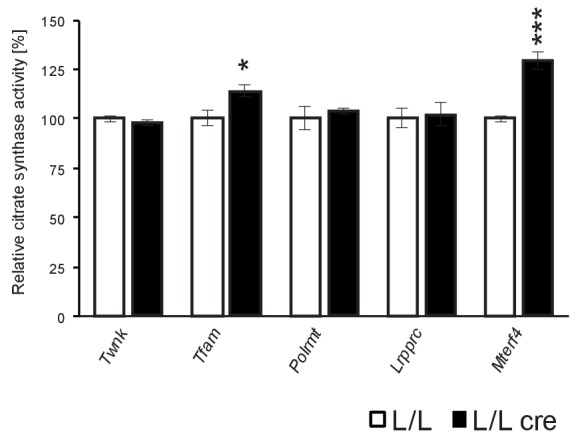
Activity of citrate synthase in heart from different L/L, cre and L/L mice. Error bars ± SEM; *p<0.05, ***p<0.001; two-tailed unpaired Student’s t-test. 10.7554/eLife.30952.007Figure 1—figure supplement 1—source data 1.Determination of citrate synthase activity.

**Figure 1—figure supplement 2.**
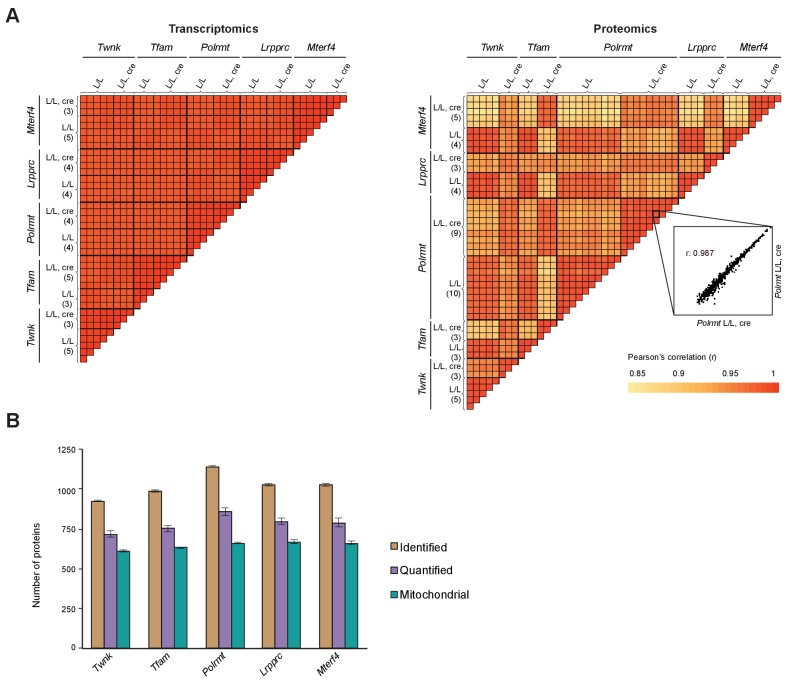
High reproducibility of the transcriptomic and mitoproteomic data. (**A**) Reproducibility of the RNA-Seq (left) and label-free mass spectrometry (right) data is illustrated in heatmaps representing the Pearson’s correlation coefficient of all samples of the five different conditional knockouts (L/L, cre) and their corresponding controls (L/L) with the same scale; as an example of reproducibility a scatter plot of the label-free protein intensity values in two *Polrmt* L/L, cre samples and their correlation coefficient is shown. The number of biological replicates is indicated in parenthesis. (**B**) Number of identified (851 to 1348 proteins), quantified (673 to 1039 proteins) and mitochondrial proteins (586 to 704 proteins) across all L/L, cre hearts compared to corresponding L/L; error bars: ±SEM.

**Figure 1—figure supplement 3.**
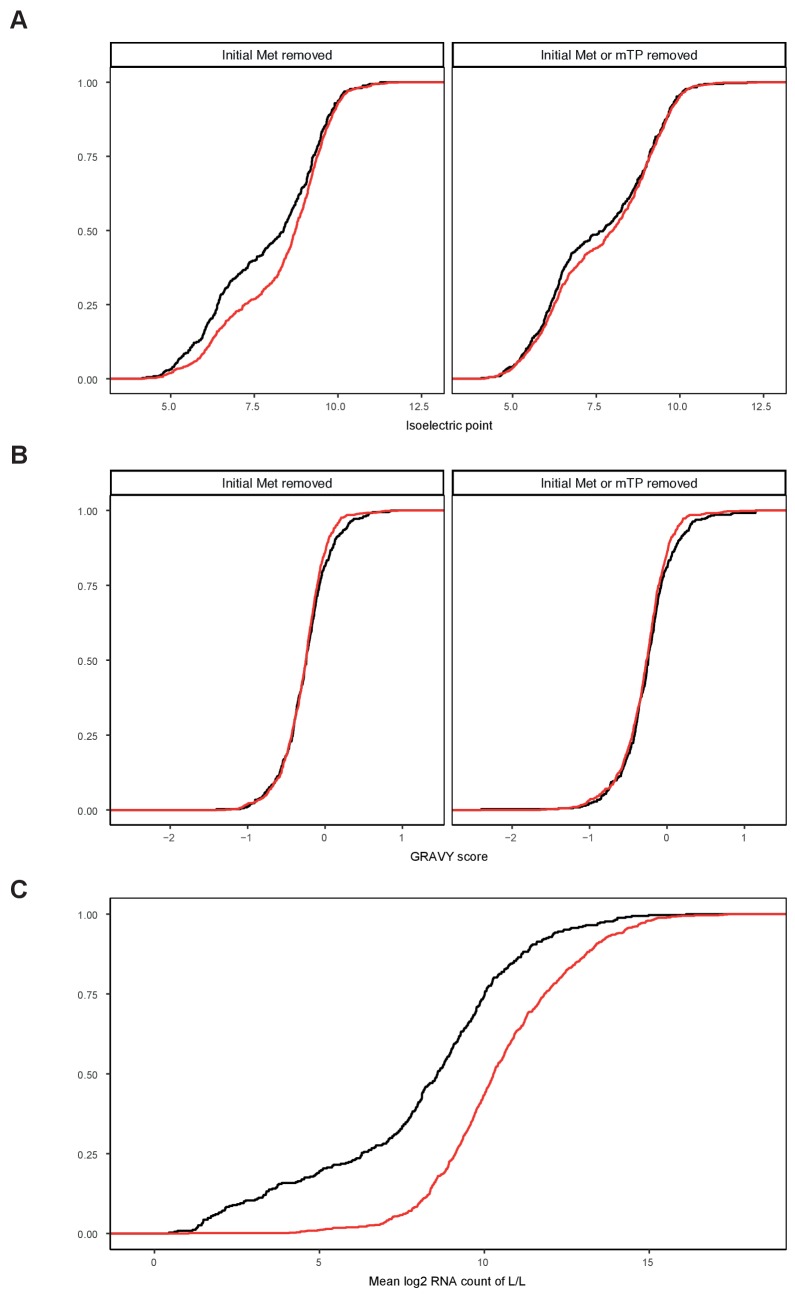
Analysis of systematic bias in the detection of mitochondrial proteins. Cumulative distribution plots for mitochondrial proteins based on (**A**) GRAVY score as a measurement of hydrophobicity removing either only the first methionine of the amino acid sequence (left) of the first methionine and the mitochondrial targeting peptide (right). (**B**) Isoelectric point as a measure of charge hydrophobicity removing either only the first methionine of the amino acid sequence (left) of the first methionine and the mitochondrial targeting peptide (right). (**C**) mean RNA counts of L/L samples across all mouse strains as a measure of protein abundance. Met, methionine; mTP, mitochondrial targeting peptide; black, detected in at least one knockout mouse strain; red, not detected.

**Figure 1—figure supplement 4.**
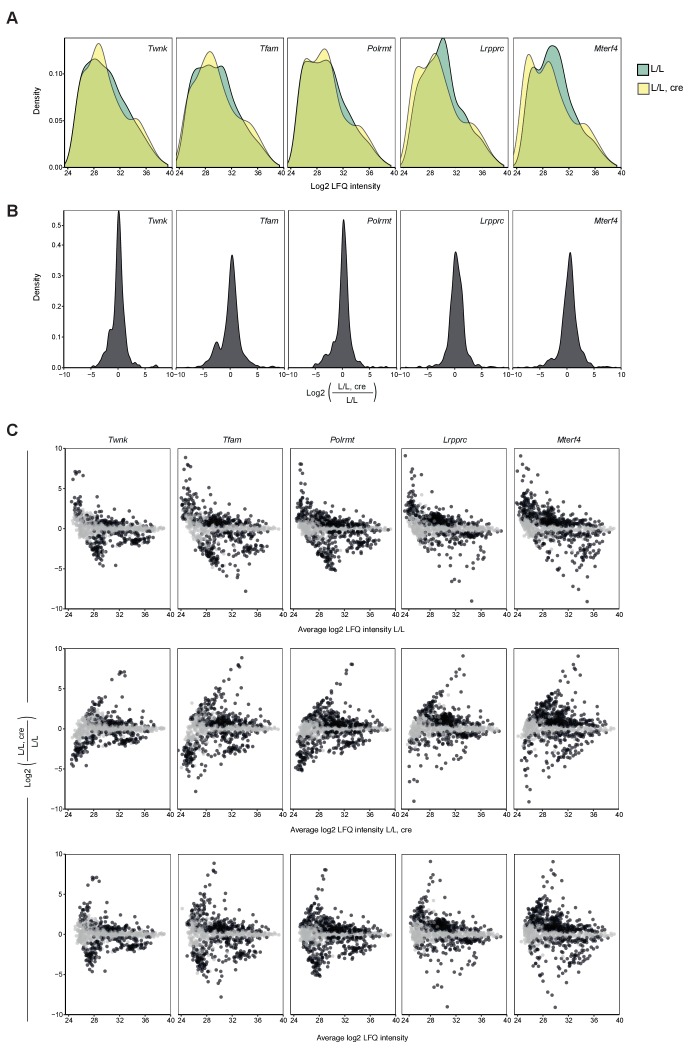
Distribution of label-free quantification (LFQ) intensities and fold changes of quantified proteins. (**A**) Distribution of LFQ intensities of quantified proteins on L/L, cre and L/L mitoproteomes per knockout mouse strain. (**B**) Distribution of fold changes in L/L, cre and L/L mitoproteomes per knockout mouse strain. (**C**) MA-plots showing the distribution of fold changes in the mitoproteome mice compared to the average LFQ intensity of the proteins in L/L (top), L/L, cre (middle), or both genotypes (bottom) per knockout mouse strain. Black, p<0.05; gray p>0.05.

**Table 1.** Summary of Major Characteristics of the Five Different Tissue-Specific Knockout Mouse Strains. Arrows: increase or decrease; tilde: stable. Conditional knockouts: *Twnk*^loxP/loxP^, +/*Ckmm-cre* (Milenkovic et al., 2013), *Tfam*^loxP/loxP^, +/*Ckmm-cre* (Larsson et al., 1998)*, Polrmt*^loxP/loxP^, +/*Ckmm-cre* (Kühl et al., 2014; Kühl et al., 2016), *Lrpprc*^loxP/loxP^, +/*Ckmm-cre* (Ruzzenente et al., 2012), *Mterf4*^loxP/loxP^, +/*Ckmm-cre* (Cámara et al., 2011).

Conditional knockout (L/L, cre)	*Twnk*	*Tfam*	*Polrmt*	*Lrpprc*	*Mterf4*
Gene product	Mitochondrial DNA helicase TWINKLE	Mitochondrial transcription factor A	Mitochondrial RNA polymerase	Leucine-rich pentatricopeptide repeat containing protein	Mitochondrial transcription termination factor 4
Lifespan (weeks)	< 19	< 10	< 6	< 16	< 21
Mitochondrial cardiomyopathy	+	+	+	+	+
Mitochondrial DNA	**↓**	**↓**	**↓**	**∼**	**↑**
Mitochondrial DNA transcripts	**↓**	**↓**	**↓**	↓*	**↑**
OXPHOS	**↓**	**↓**	**↓**	**↓**	**↓**

* except 12S mt-rRNA, 16S mt-rRNA, mt-Nd6 and most mt-tRNAs.

To determine the mitoproteome we isolated ultrapure mitochondria from end-stage hearts of all knockouts and used label-free mass spectrometry to identify differentially expressed proteins between knockouts and age-matched controls (Figure 1B). 

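Heart RNA of 19 knockout mice (L/L, cre) and 21 control mice (L/L) from 5 strains was sequenced, 1 library per mouse. The groups were 3 Twnk knockouts and 5 controls at 16 weeks of age, 5 Tfam knockouts and 3 controls at 9 weeks, 4 Polrmt knockouts and 4 controls at 4 weeks, and 4 Lrpprc knockouts and 4 controls at 12 weeks. The 3 Mterf4 knockouts were 18 or 20 weeks old and their 5 controls 18, 19 or 21 weeks. These ages are those of the sample labels, and the paper gives ranges of 12 to 16, 8 to 9, 3 to 4, 10 to 12 and 18 to 23 weeks in the same order of strains. The authors depleted total RNA of cytoplasmic ribosomal RNA, aligned the reads to GRCm38 with HISAT2 and counted them per gene with StringTie. The deposited tables, 1 per strain, hold whole-number counts per gene that are not normalized. Total counts per library were 49327129 to 63293756 (median 54076484) in the Twnk controls and 44572955 to 50483585 (median 49164528) in the Twnk knockouts. Total counts per library were 55844194 to 58847055 (median 57725145) in the Tfam controls and 45753761 to 56513237 (median 49713861) in the Tfam knockouts. Total counts per library were 55595898 to 63791460 (median 59011659.5) in the Polrmt controls and 45485176 to 52475739 (median 46473276.5) in the Polrmt knockouts. Total counts per library were 49112032 to 66306203 (median 55298797.5) in the Lrpprc controls and 61370129 to 70631852 (median 68869250.5) in the Lrpprc knockouts. Total counts per library were 54233270 to 62114710 (median 57301680) in the Mterf4 controls and 19772818 to 41835177 (median 21004505) in the Mterf4 knockouts. Genes encoded by mtDNA took 55.3% to 59.5% of the counts in control hearts and 0.224% to 71.3% in knockout hearts, and in each control library 98.1% of these counts or more lay on mt-Rnr2, the gene of the 16S ribosomal RNA. Mean counts on nuclear genes in knockout libraries, as a ratio to controls, were 1.66, 1.84, 1.8, 0.836 and 0.817 in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (2-sided exact permutation p = 0.0179, 0.0179, 0.0286, 0.0571 and 0.0179). In each strain, genes that passed the low-count filter of edgeR were scaled by TMM, and knockouts were compared with controls by edgeR's quasi-likelihood test. A gene counts as higher or lower at an adjusted p under 0.05, and fold changes are given as log2 of knockout over control. These choices, the gene lists and the rule for the genes named were set before the data were examined. Several gene lists overlap genes drawn in the paper, whose values there had been seen, so their tests were not blind. Columns of the tables give a library number and the genotype, and the labels tie that number to a replicate in the Tfam strain alone, so elsewhere a library is placed by its group and not by its mouse. Within each strain, controls are called C1, C2 and so on and knockouts K1, K2 and so on, in the order of these numbers.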

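Transcripts of the deleted genes were measured in the same hearts. Lrpprc, which encodes a protein that stabilizes mitochondrial mRNAs (ENSMUSG00000024120, chromosome 17 of GRCm38 from 84705247 to 84790789), fell in its knockout to 17.2 ± 1.83 CPM (SD, n = 4) from 136 ± 5.24 (SD, n = 4), a log2 fold change of -2.99 (standard error 0.10, adjusted p = 1.19e-05). Polrmt, the mitochondrial RNA polymerase (ENSMUSG00000020329, chromosome 10 of GRCm38 from 79736123 to 79746581), had a log2 fold change of -1.16 (standard error 0.10, adjusted p = 0.000137) in its knockout. Mterf4, a factor of mitochondrial ribosome assembly (ENSMUSG00000026273, chromosome 1 of GRCm38 from 93299211 to 93305915), had a log2 fold change of -0.98 (standard error 0.22, adjusted p = 0.0124). Tfam, which packages mtDNA (ENSMUSG00000003923, chromosome 10 of GRCm38 from 71225464 to 71238280), did not pass the test, with a log2 fold change of -0.87 (standard error 0.29, adjusted p = 0.0688) and 14.4 ± 2.45 CPM (SD, n = 5) in knockout hearts and 26.5 ± 11.4 (SD, n = 3) in controls. Twnk, the mtDNA helicase (ENSMUSG00000025209, chromosome 19 of GRCm38 from 45005663 to 45012762), did not pass either, with a log2 fold change of -0.32 (standard error 0.18, adjusted p = 0.25), 10.4 ± 1.67 (SD, n = 3) in knockout hearts and 13 ± 2.11 CPM (SD, n = 5) in controls. Exact permutation tests of the deleted gene in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts gave p = 0.143, 0.0536, 0.0286, 0.0286 and 0.0179 (2-sided). Without control library C1, Tfam passed the test with a log2 fold change of -1.18, and without the 2 Mterf4 knockout libraries whose mt-Rnr2 counts were 0 or 1, Mterf4 did not (-1.29, adjusted p = 0.0713). Counts are per gene and may include reads from exons outside the deleted part, which was not tested.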

In parallel, we did RNA sequencing (RNA-Seq) on total RNA from end-stage hearts of the different knockouts. The reproducibility of the biological replicates was tested by Pearson correlation and visualized in a correlation heatmap for the transcriptome and proteome profiles (Figure 1—figure supplement 2A). Overall, the transcriptomic and mitoproteomic data were highly reproducible with a correlation coefficient of >85% across all samples and >95% between biological replicates. 

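Over 20869 genes, log2 CPM (pseudocount 1) of the 780 pairs of heart libraries had Pearson r of 0.919 or more, with a median of 0.945. The 63 pairs of the same strain and genotype had r of 0.957 or more, with a median of 0.966. Pairs of a knockout and a control heart of one strain went down to 0.922, with a median of 0.935. These correlations are across genes, which are not independent replicates. On untransformed counts, where mt-Rnr2 weighs most, the lowest r was 0.0393 over all pairs and 0.0899 within a group. The latter pair is the Mterf4 knockout libraries K2 and K3, with 20091097 and 0 counts on mt-Rnr2. The Polrmt knockout library K4 and the Mterf4 knockout library K1 lacked mt-Rnr2 too, with 0 and 1 counts.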

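The mitochondrial genes tested here are those of the proteins of Supplementary file 1, of which 645 matched a gene of the count tables, 643 of them distinct. The low-count filter kept 633 of these genes in the Twnk strain, 632 each in Tfam, Polrmt and Lrpprc, and 634 in Mterf4, with 630 kept in every strain. They include 73 genes of mitoribosomal proteins and 78 to 80 genes of OXPHOS subunits. Of the 13 mtDNA-encoded mRNAs, 10 had a median of 0 counts in control hearts. The list holds proteins that the study found to change in these hearts, so its share of changed genes is not independent evidence.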

In total, 1118 transcripts encoding mitochondrial proteins were quantified from RNA-Seq. The proportion of mitochondrial proteins over the total protein mass in all the samples was ~99% and from the ~750 quantified proteins ~650 were mitochondrial based on MitoCarta 2.0 (Calvo et al., 2016; Figure 1—figure supplement 2B). Despite the comprehensive quantification and enrichment of mitochondrial proteins, we identified a significant bias against the detection of low abundant proteins in the mitoproteomes, which is a common limitation of label-free mass spectrometry techniques. We did not find differences in the detection of mitochondrial proteins based on their hydrophobicity or isoelectric point (Figure 1—figure supplement 3). Importantly, the distribution of fold changes compared to the label-free quantification (LFQ) intensity of controls or knockouts revealed proteins where the fold change estimations are largely influenced by imputed values in one of the genotypes as they are only detected in one genotype but not the other (eg. Delta-1-pyrroline-5-carboxylate synthase (*Aldh18a1*) and pyrroline-5-carboxylate reductases 2 (*Pycr2*); Figure 1—figure supplement 4). The effects of imputed values for individual proteins can be assessed in the Supplementary file 8. Differentially regulated mitochondrial genes and proteins were manually classified into 19 functional categories.

These datasets were complemented with a temporal mitoproteomic analysis of conditional *Lrpprc* heart knockout mice at 2, 3, 5, 7 and 10 weeks of age. In addition, we generated a third dataset comparing the RNA-Seq and proteomic data from all control hearts to evaluate post-natal changes in the transcriptome and mitoproteome of juvenile mice (3 weeks) at different time points until adulthood (24 weeks) (Figure 1B).

### Post-natal development of mouse heart is regulated at the protein level

Wild-type mouse tissues show a rapid post-natal increase in mtDNA from 1 to 7 weeks of age (Chen et al., 2010; Figure 2—figure supplement 1A) and factors required to maintain and express mtDNA follow this trend (Figure 2—figure supplement 1B). From a total of 756 quantified mitochondrial proteins, 51.2% changed significantly with age in control mouse heart (Figure 2A) consistent with post-natal development. Interestingly, these changes were not reflected at the transcript level where only 14% of the mitochondrial transcripts changed with age in control hearts (Figure 2B).

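In control hearts, Htatip2, an oxidoreductase (ENSMUSG00000039745, chromosome 7 of GRCm38 from 49759115 to 49773975), was at 2.45 ± 0.37 CPM (SD, n = 4) at 4 weeks of age and at means of 4.55 to 6.88 at 9 to 21 weeks (adjusted p = 2.02e-05, edgeR's F-test over the 5 control groups, n = 3 to 5). Ldhd, the mitochondrial D-lactate dehydrogenase, was at 11 ± 0.738 CPM (SD, n = 4) at 4 weeks and at 17.1 to 18.7 at the older ages (adjusted p = 7.61e-05). Bckdha, a subunit of the branched-chain keto acid dehydrogenase, was at 101 ± 3.93 CPM (SD, n = 4) and at 140 to 182 (adjusted p = 8.2e-05). Of 634 mitochondrial genes tested, 49 differed between the groups (60 when adjusted over the list alone), which is 7.73%, against 1005 of 18646 genes overall. Among genes of branched-chain amino acid degradation 7 of 19 differed (9 adjusted over the list alone), and among those of fatty acid oxidation 7 of 26 (10 adjusted over the list alone). Cell cycle genes differed in 13 of 18 cases (17 adjusted over the list alone) and genes of extracellular matrix and fibrosis in 12 of 22 (13 adjusted over the list alone). Circadian clock genes differed in 11 of 17 cases (16 adjusted over the list alone), skeletal muscle markers in 5 of 10 (7) and macrophage markers in 3 of 15 (5). The mean log2 level of skeletal muscle markers was 4.436 in Twnk control library C1 and 1.65 to 2.08 in the other Twnk controls. Compared with the 4-week hearts, 43, 11, 46 and 86 mitochondrial genes were higher and 4, 0, 3 and 5 lower in the Twnk, Tfam, Lrpprc and Mterf4 controls (16, 9, 12, and 18 to 21 weeks). Over all genes, 560, 146, 498 and 780 were higher and 566, 94, 566 and 745 lower. Each age is a different strain, so age and strain cannot be told apart. The count of 49 was 29, 32 or 30 without the Polrmt control library C1, C2 or C4, 106 with DESeq2, 32 without a low-count filter, and 9 where every comparison with the 4-week hearts had to pass.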

**Figure 2.**
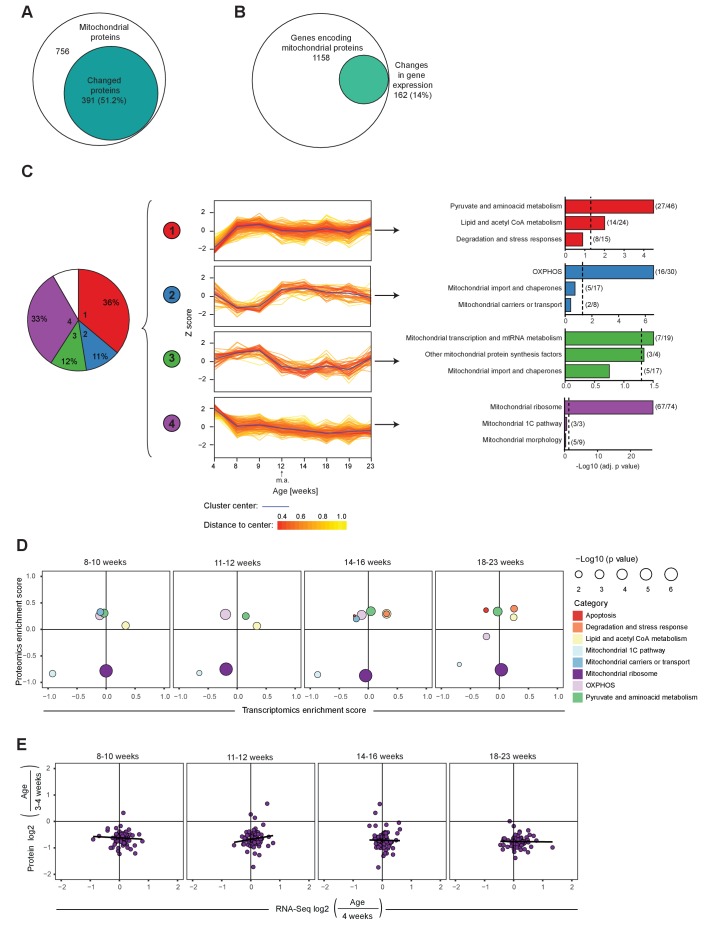
Mitochondrial transcriptome and proteome during post-natal development of mouse heart. (**A–B**) Venn diagram of significantly changed (**A**) mitochondrial proteins and (**B**) genes encoding for transcripts of mitochondrial proteins of L/L mice (3–20 weeks). (**C**) Hierarchical clustering analysis of mitoproteomes of L/L mice (3–20 weeks). Left to right: pie chart illustrating percentages of significantly changed mitochondrial proteins in each cluster (1-4), in white: not classified (8%); protein changes over ages for each cluster, fold change relative to 3 week old mice were scaled and presented as Z-score; top three enriched categories of each cluster. Dotted line: Benjamini-Hochberg adjusted p=0.05. Parentheses indicate the number of proteins changed in that category per total number of proteins classified in that category. m.a. = mature adulthood. (**D**) Mitochondrial transcriptomic and proteomic 2D enrichment analysis showing enriched functional categories of L/L mice at different ages compared to weeks 3–4 based on the fold change. (**E**) Correlation plots of the L/L, cre versus L/L fold changes between mitoribosomal transcripts and proteins in L/L mice at different ages. Black line indicates the trend.

**Figure 2—figure supplement 1.**
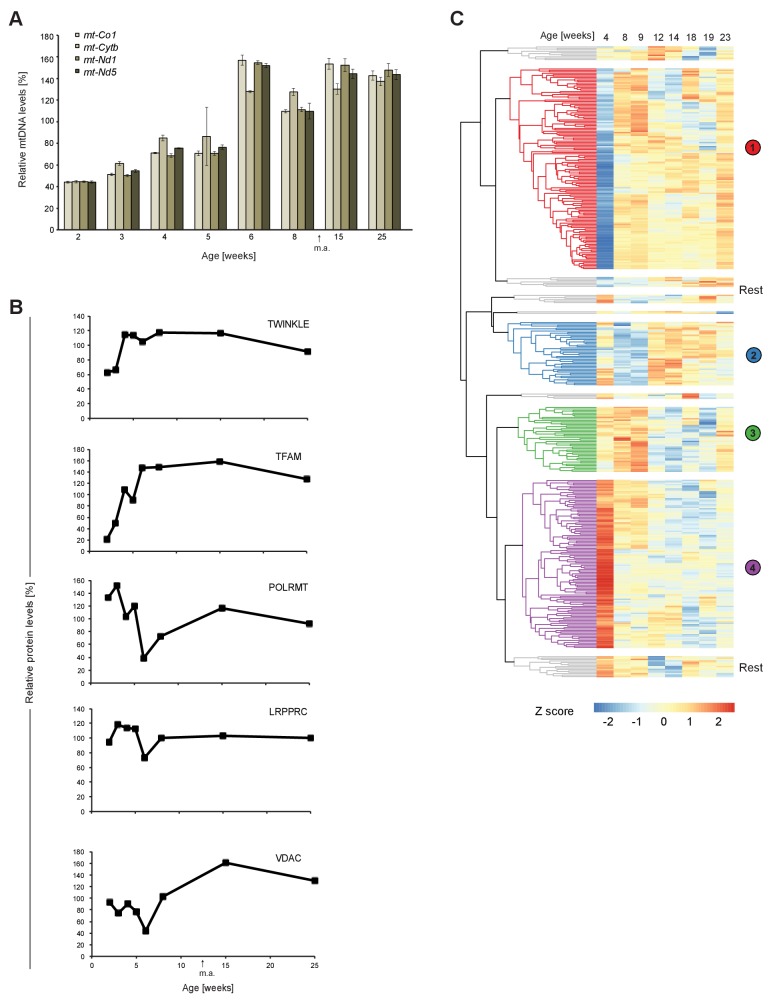
Rapid post-natal increase of mtDNA levels and factors required to maintain and express mtDNA in young wild-type mouse heart. (**A**) mtDNA levels in total DNA from wild-type (+/+) mouse heart at different ages. 18S rDNA was used to normalize nuclear input. (**B**) Immunoblot quantification of some mitochondrial protein levels in heart extracts from wild-type mice at different ages. α-Tubulin was used for normalization. (**C**) Clustering analysis of significantly changing mitochondrial proteins in control mice (L/L) at different ages. m.a. = mature adulthood. 10.7554/eLife.30952.011Figure 2—figure supplement 1—source data 1.qPCR determination of mtDNA levels in wild type mice. 10.7554/eLife.30952.012Figure 2—figure supplement 1—source data 2.Densitometry analyses of western blots on total proteins.

We performed clustering analysis to study how protein levels change with post-natal age in controls and found that 91.3% of the significantly changed proteins were distributed into four main clusters with different patterns (Figure 2C; Figure 2—figure supplement 1C). Clusters 1 and 4 contained the majority of mitochondrial proteins and interestingly they showed opposite patterns. Cluster one was enriched in proteins involved in pyruvate and lipid metabolism that increase until reproductive maturity, whereas cluster 4 contained 90% of the mitochondrial ribosomal proteins that decrease until 8 weeks of age. 2D annotation enrichment analysis (Cox and Mann, 2012) of the mitochondrial transcripts and proteins showed that the drastic changes on the mitoribosomal proteins likely are explained by reduced protein stability (Figure 2D,E).

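Transcripts of the 73 mitoribosomal protein genes in control hearts had median log2 fold changes of 0.012, 0.092, 0.15 and 0.15 in the Twnk, Tfam, Lrpprc and Mterf4 controls over the 4-week Polrmt controls (n = 3 to 5 per group). Mrpl28, of the large subunit (ENSMUSG00000024181, chromosome 17 of GRCm38 from 26123500 to 26126613), was higher at 12, 16, and 18 to 21 weeks, with log2 fold changes of 0.33, 0.33 and 0.48 (largest adjusted p = 0.00754, edgeR). Mrps5, of the small subunit, was higher at 12 weeks (0.39, adjusted p = 0.0379), and Mrpl39, of the large subunit, at 18 to 21 weeks (0.37, adjusted p = 0.0154). These 3 genes were chosen after their values were seen, since they are the ones that passed.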

Notably, ~50% of the significantly changed OXPHOS proteins are decreased between 8 and 12 weeks of age (cluster 2). Taken together there seems to be a switch at ~8 weeks of age in controls when there is a boost in levels of key mitochondrial metabolism proteins whereas proteins involved in mtDNA expression and maintenance drop.

### *Atf4* and *Myc* transcription factors are increased in mouse hearts with severe mitochondrial dysfunction

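Slc7a11 and Slc7a3 were among the genes that rose most in the hearts of all 5 knockout strains (n = 3 to 5 per group). Slc7a11, the cystine-glutamate antiporter (ENSMUSG00000027737, chromosome 3 of GRCm38 from 49892526 to 50443614), had log2 fold changes of 6.68 to 8.06 (standard errors 0.38 to 0.55, largest adjusted p = 0.000297), and Slc7a3, a transporter of cationic amino acids, of 6.22 to 7.35 (standard errors 0.24 to 0.50, largest adjusted p = 0.000198). Among the genes that fell most, Lrrc15, a membrane protein with leucine-rich repeats (ENSMUSG00000052316, chromosome 16 of GRCm38 from 30269302 to 30283256), had log2 fold changes of -6.23 to -3.45 (standard errors 0.37 to 0.65, largest adjusted p = 0.00585). Of 15772 genes tested in every strain, 1284 changed in one direction in all 5, 807 higher and 477 lower. Calls that were independent between strains would give 0.626 and 0.259. That baseline is not realistic, because genes of high count and small spread pass more readily in every strain. Each knockout and no control carries cre, so effects of cre cannot be told apart from those of the deleted genes. Of 22 NRF2 target genes, which act against oxidative stress, 12, 15, 13, 12 and 14 were higher in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (12, 18, 13, 16 and 14 adjusted over the list alone). They include Hmox1, heme oxygenase, with log2 fold changes of 2.85 to 4.26, and Txnrd1, thioredoxin reductase, with 1.55 to 2.26. The list stood above other genes in the 5 knockouts (largest adjusted p = 5.1e-06 from limma's camera), and adjusted p = 0.054 and 0.236 with an estimated correlation in the Twnk and Polrmt knockouts. Of 19 genes of branched-chain amino acid degradation, 15, 14, 10, 15 and 15 were lower (17, 17, 13, 16 and 15 adjusted over the list alone), among them Dbt, a subunit of the branched-chain keto acid dehydrogenase (-1.26 to -0.66), and Mccc2, of methylcrotonyl-CoA carboxylase (-1.50 to -1.02). The list stood below other genes in the 5 knockouts (largest adjusted p = 0.000125 from limma's camera), and adjusted p = 0.168, 0.085, 0.329 and 0.0953 with an estimated correlation in the Twnk, Tfam, Polrmt and Mterf4 knockouts.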

Canonical pathway analysis of the differentially regulated genes in all knockouts identified by RNA-Seq, showed enrichment of several signaling and metabolic pathways (Figure 3A). Interestingly, the most enriched pathway was signaling via eukaryotic translation initiation factor 2 (eIF2), mediated by the cyclic AMP-dependent transcription factor ATF-4 (*Atf4*), myc proto-oncogene protein (*Myc*), C/EBP-homologous protein (*Chop*/*Ddit-3*) and cyclic AMP-dependent transcription factor ATF-5 (*Atf5*). Furthermore, *cis*-regulatory sequence analyses using iRegulon (Janky et al., 2014) predicted both, *Atf4* and *Myc*, among the top regulators based on our datasets (Supplementary file 6). 

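Atf4 (ENSMUSG00000042406, chromosome 15 of GRCm38 from 80255184 to 80257541) rose in the knockout hearts of every strain, with log2 fold changes of 2.43 to 4.09 (standard errors 0.35 to 0.62, largest adjusted p = 0.0289), n = 3 to 5 per group. Myc (ENSMUSG00000022346, chromosome 15 of GRCm38 from 61985391 to 61990374) rose with log2 fold changes of 2.33 to 3.36 (standard errors 0.25 to 0.46, largest adjusted p = 0.00791), and Ddit3 with 1.70 to 2.79 (standard errors 0.14 to 0.46, largest adjusted p = 0.00646). Atf5 rose in the Tfam, Polrmt and Mterf4 knockouts, by 2.35 (standard error 0.69, adjusted p = 0.0485), 2.03 (standard error 0.44, adjusted p = 0.0119) and 2.70 (standard error 0.57, adjusted p = 0.01) on the log2 scale. In the Twnk and Lrpprc knockouts Atf5 did not pass, at 2.26 (standard error 0.69, adjusted p = 0.0548) and 1.77 (standard error 0.58, adjusted p = 0.0657). Of 20 cytosolic aminoacyl-tRNA synthetases, which charge tRNAs for translation, 16, 16, 18, 16 and 17 were higher in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (16, 18, 18, 17 and 18 adjusted over the list alone). Gars, for glycine, had log2 fold changes of 2.74 to 3.45 (standard errors 0.089 to 0.19, largest adjusted p = 4.05e-05), and Sars, for serine, of 2.35 to 3.02 (standard errors 0.067 to 0.14, largest adjusted p = 3.44e-05). The synthetases stood above other genes in the 5 knockouts (largest adjusted p = 1.07e-22 from limma's camera), and adjusted p = 0.0792 and 0.0571 with an estimated correlation in the Polrmt and Mterf4 knockouts. Of 32 cytosolic translation initiation factors, 11, 20, 22, 13 and 18 were higher (13, 21, 25, 18 and 20 adjusted over the list alone), including Eif4a1, an RNA helicase (1.37 to 1.78), and Eif2s2, the beta subunit of eIF2 (1.28 to 1.93). These factors stood above other genes in the 5 knockouts (largest adjusted p = 9.26e-05 from limma's camera), and adjusted p = 0.238, 0.185, 0.141, 0.454 and 0.152 with an estimated correlation in the 5 knockouts. Of 78 cytosolic ribosomal proteins, 46, 48, 69, 55 and 59 were higher (57, 60, 73, 64 and 65 adjusted over the list alone), among them Rpl3 (1.63 to 2.30) and Rps24 (0.70 to 1.02). Ribosomal proteins stood above other genes in the 5 knockouts (largest adjusted p = 3.65e-13 from limma's camera), and adjusted p = 0.268, 0.44, 0.141, 0.199 and 0.243 with an estimated correlation in the 5 knockouts. The count was 29 without Twnk knockout library K2 and 31 without Tfam control library C1. Atf4 lost its call in the Twnk strain without 1 of C4, K2 and K3 (2.14 to 2.24, adjusted p up to 0.102) and in the Lrpprc strain without 1 of C1, C2, C4 and K2 (2.28 to 2.69, adjusted p up to 0.0608). Atf4 also missed the threshold in the Twnk strain without a low-count filter (2.46, adjusted p = 0.0543). Atf5 lost its call in the Tfam strain without 1 of C1, C2, C3, K1, K4 and K5 (1.98 to 2.74, adjusted p up to 0.142). Atf5 also missed the threshold in the Tfam strain in a test against a fold change of 1.2 (2.35, adjusted p = 0.0625), without a low-count filter (2.39, adjusted p = 0.0862) and with a replicate block (1.70, adjusted p = 0.178). Ddit3 missed the threshold in the Tfam strain with a replicate block (1.55, adjusted p = 0.0509). The block is on the replicate numbers of the Tfam labels, which do not pair libraries. It leaves fewer degrees of freedom, here and below.

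**Figure D1:**
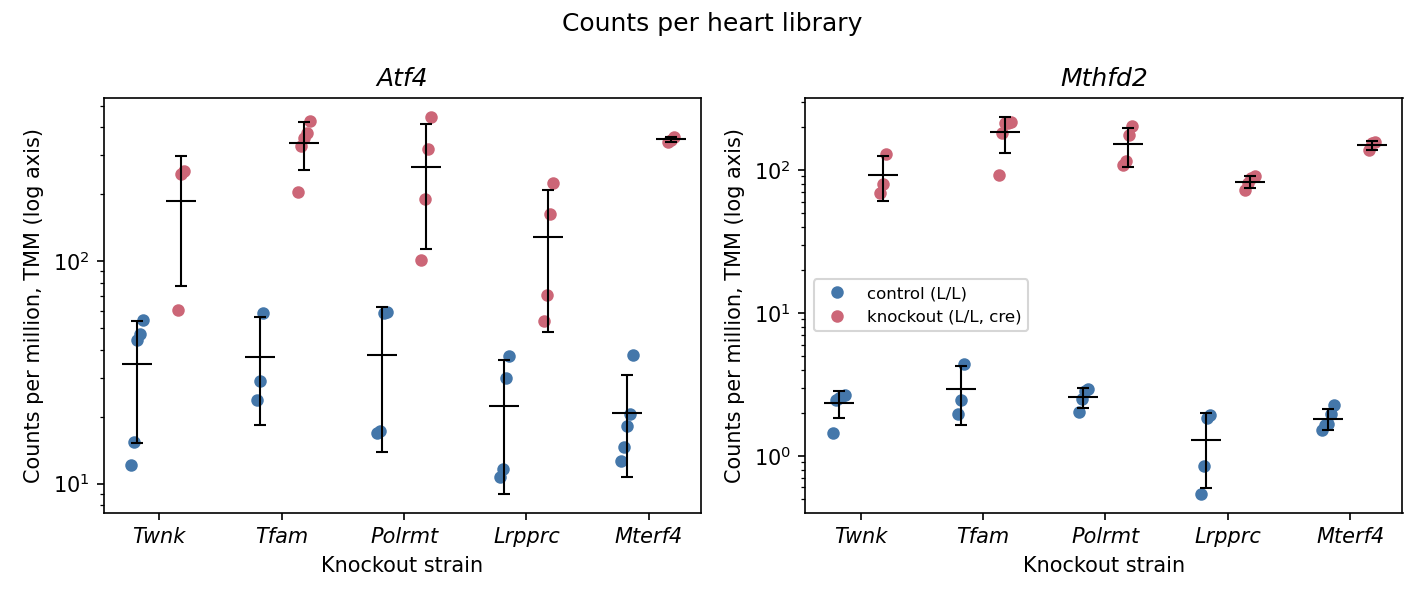
CPM, scaled by TMM, of Atf4 and Mthfd2 in each heart library of the 5 strains, on log axes. Points are libraries, horizontal bars are group means and error bars are SDs, and the knockout libraries of each strain lie above its controls.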

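Of 50 ATF4 target genes (49 tested in the Lrpprc strain), 37, 38, 40, 40 and 40 were higher in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (38, 39, 40, 41 and 41 adjusted over the list alone), and 36 of 49 were higher in all 5. Asns, asparagine synthetase (ENSMUSG00000029752, chromosome 6 of GRCm38 from 7675169 to 7693254), had log2 fold changes of 5.53 to 6.26 (standard errors 0.22 to 0.30, largest adjusted p = 3.12e-05), and Phgdh, the first enzyme of serine synthesis, of 5.40 to 6.52 (standard errors 0.25 to 0.35, largest adjusted p = 6.02e-05). Median log2 fold changes of the list were 1.93, 2.29, 2.13, 2.34 and 2.66. ATF4 targets stood above other genes in the 5 knockouts (largest adjusted p = 2.8e-32 from limma's camera), and adjusted p = 0.0792 with an estimated correlation in the Polrmt knockout. Of 40 MYC target genes of ribosome biogenesis and growth, 22, 21, 28, 22 and 28 were higher (25, 23, 30, 24 and 32 adjusted over the list alone), and 19 in all 5. Examples are Rrp12, a factor of ribosome maturation (1.59 to 2.74), Gnl3, the nucleolar protein nucleostemin (1.59 to 2.35), and Ncl, nucleolin (0.83 to 1.30). Median log2 fold changes were 0.62, 0.72, 0.80, 0.58 and 0.99. MYC targets stood above other genes in the 5 knockouts (largest adjusted p = 2.14e-08 from limma's camera), and adjusted p = 0.078, 0.223, 0.0792, 0.332 and 0.126 with an estimated correlation in the 5 knockouts.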

*Atf4* and *Myc* have previously been associated with mitochondrial biogenesis (Morrish and Hockenbery, 2014) and we verified their expression levels via RT-qPCR. 

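Transcripts of 3 further regulators of mitochondrial biogenesis were measured in the sequenced hearts (n = 3 to 5 per group). Ppargc1a, which encodes PGC1A (ENSMUSG00000029167, chromosome 5 of GRCm38 from 51454250 to 51567726), fell in the Twnk, Lrpprc and Mterf4 knockouts, at -0.97 (standard error 0.18, adjusted p = 0.00706), -0.74 (standard error 0.18, adjusted p = 0.0216) and -0.78 (standard error 0.21, adjusted p = 0.0284) on the log2 scale. In the Tfam and Polrmt knockouts it was at -0.68 (standard error 0.21, adjusted p = 0.0563) and -0.57 (standard error 0.22, adjusted p = 0.0904), which did not pass. Gabpa, which encodes a subunit of GA-binding protein, fell in the Twnk, Lrpprc and Mterf4 knockouts too, at -0.34 (standard error 0.10, adjusted p = 0.0389), -0.50 (standard error 0.14, adjusted p = 0.0392) and -0.93 (standard error 0.17, adjusted p = 0.0049). Nrf1 (ENSMUSG00000058440, chromosome 6 of GRCm38 from 30047988 to 30153458) passed the test in no strain, with 0.19 (standard error 0.13, adjusted p = 0.324) in the Polrmt knockout, its smallest adjusted p. Gabpa lost its call in the Twnk strain without 1 of C2, C3, C4, C5, K2 and K3 (-0.36 to -0.29, adjusted p up to 0.133) and in the Lrpprc strain without 1 of C1, C2, C3, K1, K2, K3 and K4 (-0.53 to -0.42, adjusted p up to 0.11). In the Twnk strain Gabpa also missed the threshold in a test against a fold change of 1.2 (-0.34, adjusted p = 0.258), without a low-count filter (-0.31, adjusted p = 0.101) and in 1 fit over all 40 libraries (-0.33, adjusted p = 0.173). In the Lrpprc strain Gabpa also missed the threshold in a test against a fold change of 1.2 (-0.50, adjusted p = 0.116) and without a low-count filter (-0.50, adjusted p = 0.0653). Ppargc1a lost its call in the Lrpprc strain without 1 of C1, C2 and K1 (-0.75 to -0.67, adjusted p up to 0.0631) and in the Mterf4 strain without 1 of C1, C2, C3, C4 and K2 (-0.79 to -0.76, adjusted p up to 0.0872). Ppargc1a also missed the threshold in the Lrpprc strain in a test against a fold change of 1.2 (-0.74, adjusted p = 0.0509) and in the Mterf4 strain in a test against a fold change of 1.2 (-0.78, adjusted p = 0.0577).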

The *Myc* and *Atf4* transcription factors showed a very strong increase in all five knockouts in contrast to more general transcription factors involved in mitochondrial biogenesis, such as nuclear respiratory factor 1 (*Nrf1*), peroxisome proliferator-activated receptor gamma coactivator 1-alpha (*Pgc1a*) and GA-binding protein alpha chain (*Gabpa*) (Figure 3B). 

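Mthfd2, an enzyme of the mitochondrial folate cycle (ENSMUSG00000005667, chromosome 6 of GRCm38 from 83305691 to 83325908), was at 149 ± 10.5 CPM (SD, n = 3) in the Mterf4 knockout hearts and 1.81 ± 0.3 (SD, n = 5) in their controls. Its log2 fold changes in the 5 knockout strains were 5.30 to 6.36 (standard errors 0.15 to 0.46, largest adjusted p = 0.000172). Pycr1, the last enzyme of proline synthesis (ENSMUSG00000025140, chromosome 11 of GRCm38 from 120635712 to 120643769), was at 18.7 ± 1.49 CPM (SD, n = 4) in the Polrmt knockout hearts and 0.913 ± 0.39 (SD, n = 4) in their controls, and its log2 fold changes were 3.86 to 4.81 (standard errors 0.28 to 0.49, largest adjusted p = 0.00082) over the 5 strains. Tubb3, a beta-tubulin (ENSMUSG00000062380, chromosome 8 of GRCm38 from 123411424 to 123422015), had log2 fold changes of 1.82 to 5.00 (standard errors 0.26 to 0.34, largest adjusted p = 0.00164). Cyb5r1, a cytochrome b5 reductase, had log2 fold changes of 3.12 to 3.58 (standard errors 0.13 to 0.24, largest adjusted p = 0.000165). Each of these genes rose in each of the 5 knockout strains, also in every fit that left out 1 library.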

In line with these findings, several target genes of ATF4 and MYC are regulated at the transcript level (Figure 3—figure supplement 1) including some of the most upregulated genes encoding mitochondrial proteins such as mitochondrial bi-functional methylenetetrahydrofolate dehydrogenase/cyclohydrolase (*Mthfd2*), pyrroline-5-carboxylate reductase 1 - mitochondrial (*Pycr1*), tubuline beta 3 chain (*Tubb3*) and NADH-cytochrome b5 reductase 1 (*Cyb5r1*; Figure 3C,D; Figure 4—figure supplement 1).

**Figure 3.**
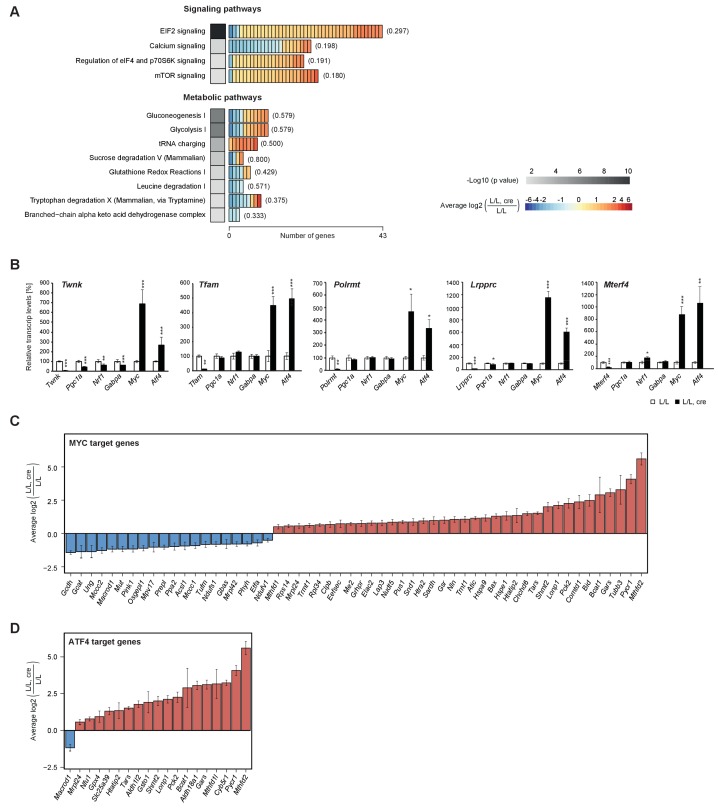
Enrichment of signalling and metabolic pathways in mouse hearts with severe mitochondrial dysfunction. (**A**) Canonical pathway analysis of significantly changed genes in all knockouts with representation of the 12 most significant pathways. Grayscale heatmap: p value of each pathway based on Fisher’s exact test. Rectangles in horizontal heatmaps: average expression level in the five knockouts of each gene detected per pathway; Parenthesis: fraction of genes detected per pathway. (**B**) Transcript levels of genes encoding transcription factors involved in mitochondrial biogenesis in L/L, cre and L/L hearts. Normalization: B2M (beta-2-microglobulin). *Twnk*, *Tfam, Polrmt*, *Lrpprc*, and *Mterf4* were used as controls for the corresponding knockout strains. (**C–D**) Expression levels of differentially expressed MYC and ATF4 target genes encoding mitochondrial proteins. Graphs average expression level in the five knockouts of each gene ± SD. 10.7554/eLife.30952.015Figure 3—source data 1.qRT-PCR of genes encoding mitochondrial biogenesis factors in the five knockout mouse strains.

**Figure 3—figure supplement 1.**
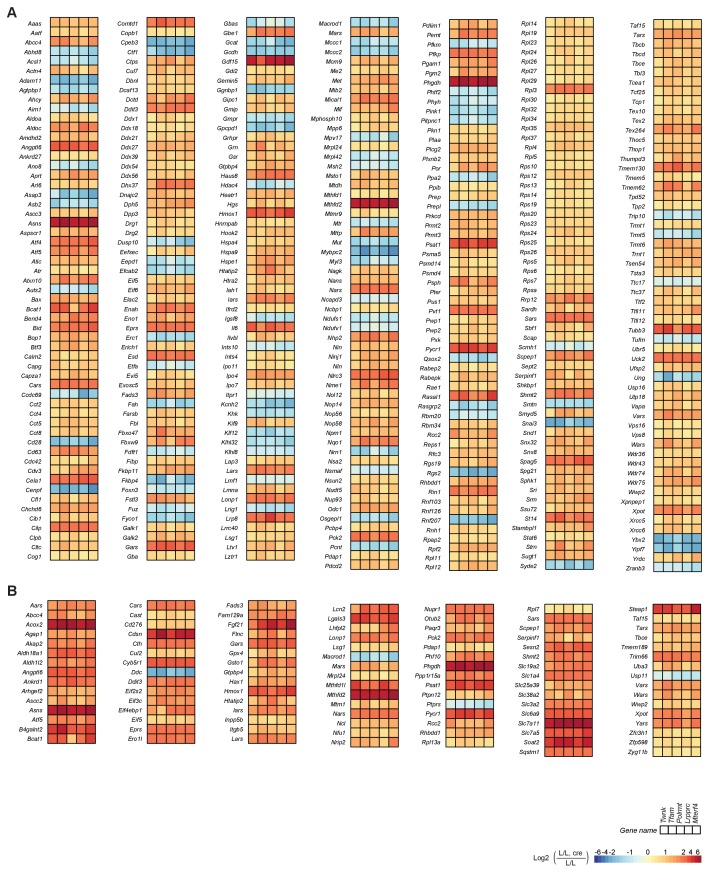
Several targets of MYC and ATF4 transcription factors are differentially regulated upon mitochondrial dysfunction. Heatmaps illustrate the fold-change transcript levels in L/L, cre and L/L mouse hearts in an alphabetical order. Adjusted p<0.05 in all knockout mouse strains. (**A**) MYC target genes. (**B**) ATF4 target genes.

### Mitochondrial dysfunction causes strong post-transcriptional regulation of the mitoproteome

To identify common hallmarks of mitochondrial dysfunction in mouse heart we compared the transcriptomes and mitoproteomes of the five knockouts with severe mitochondrial dysfunction. Among the genes encoding mitochondrial proteins, we identified 420 genes (38%) that were differentially expressed in all knockouts, and most of these transcripts were decreased (Figure 4A; Figure 4—figure supplement 1A). In contrast, the majority (~65%) of the quantified mitochondrial proteins showed significantly changed levels, and most of these were increased in abundance (Figure 4A; Figure 4—figure supplement 1B). 

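Transcripts of 85 mitochondrial genes changed in one direction in all 5 knockout strains, of 630 tested in each (13.5%), 40 of them higher and 45 lower. Aldh18a1, of proline synthesis, is among the higher ones (2.88 to 3.67, standard errors 0.10 to 0.21, largest adjusted p = 0.000108, on the log2 scale, n = 3 to 5 per group), and Gstk1, a glutathione transferase of mitochondria and peroxisomes, among the lower ones (-2.57 to -1.95, standard errors 0.16 to 0.21, largest adjusted p = 0.000308). Acat1, a thiolase of ketone body and isoleucine metabolism, fell by log2 fold changes of -1.32 to -0.57 (standard errors 0.082 to 0.20, largest adjusted p = 0.0139). Per strain, 44, 75, 125, 74 and 97 mitochondrial genes were higher and 197, 144, 80, 120 and 179 lower in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts, of 632 to 634 tested. Adjusted over the list alone, 57, 92, 128, 79 and 102 were higher and 240, 172, 83, 144 and 191 lower. Over all genes, 1923, 2006, 2679, 1757 and 2548 were higher and 1581, 1486, 1985, 1685 and 2414 lower, of 17670, 18132, 16994, 16334 and 17506 tested. Of 15 macrophage markers, 8, 0, 0, 5 and 3 were higher (9, 0, 0, 7 and 3 adjusted over the list alone) and 0, 0, 4, 0 and 0 lower (0, 0, 6, 0 and 0 adjusted over the list alone). Without 1 library, the number higher went to 2 or 3 in the Lrpprc knockout and the number lower to 2 in the Polrmt knockout. Camera put the macrophage markers above other genes in the Twnk and Lrpprc knockouts and below them in the Polrmt knockout, but adjusted p = 0.238, 0.683 and 0.49 with an estimated correlation in the Twnk, Lrpprc and Polrmt knockouts. Of 18 cell cycle genes, 13, 0, 0, 1 and 1 were higher (15, 0, 0, 0 and 1 adjusted over the list alone) and 1, 1, 0, 1 and 3 lower (1, 0, 0, 0 and 3 adjusted over the list alone). Fits without 1 library moved the number higher to 0 or 10 in the Lrpprc and 0 or 2 in the Mterf4 knockouts, and the number lower to 0 or 1 in each strain. Camera put them above other genes in the Twnk knockout, but adjusted p = 0.0663 with an estimated correlation in the Twnk knockout. Counts over all genes were 1991 or 2166 without Twnk knockout library K2 or K3, 2232 or 2324 without Tfam control library C1 or C3, and 2235 or 2274 without Lrpprc control library C2 or C1. Replicate numbers of the Tfam labels do not pair libraries, and a block on them leaves fewer degrees of freedom. Blocking on the replicate number of the Tfam labels left 1008 genes and 92 mitochondrial genes in that strain, a test against a fold change of 1.2 left 126 mitochondrial genes in the Lrpprc strain, and without the 2 Mterf4 knockout libraries with 0 or 1 counts on mt-Rnr2 the Mterf4 counts were 2484 and 177.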

The transcriptome and mitoproteome are thus strongly affected in response to severe mitochondrial dysfunction, but the changes in the mitoproteome do not reflect the changes at the transcript level. Therefore, we conclude that the mitoproteome in mouse heart is mainly regulated at the protein level in response to severe mitochondrial dysfunction.

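Transcript calls were set beside the paper's protein calls, gene by gene, for the genes of Supplementary file 1 with both values. Both the transcript and the protein changed for 123, 151, 168, 139 and 229 genes in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts, and in the same direction for 111, 130, 130, 118 and 178 of them. The protein alone changed for 158, 257, 320, 264 and 261 genes and the transcript alone for 105, 57, 29, 45 and 46. Every protein of this list changed in some strain, so an excess of changes in the protein alone is built into it. These counts therefore do not test whether regulation is mainly at the protein level. The transcript was lower and the paper's protein value higher for 10, 14, 18, 20 and 48 genes, and the transcript higher and the protein lower for 2, 7, 20, 1 and 3. Transcripts that passed in every strain and sit in this comparison include Cox7a1, a subunit of complex IV, with log2 fold changes of -2.30 to -1.44 (standard errors 0.14 to 0.18, largest adjusted p = 0.000922), and Pck2, the mitochondrial phosphoenolpyruvate carboxykinase, with 1.81 to 2.64 (standard errors 0.14 to 0.22, largest adjusted p = 0.000419). From changes in the mitoproteome that do not reflect those of the transcripts, the paper concludes that the mitoproteome of the heart is mainly regulated at the protein level when mitochondrial function is severely disturbed.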

**Figure 4.**
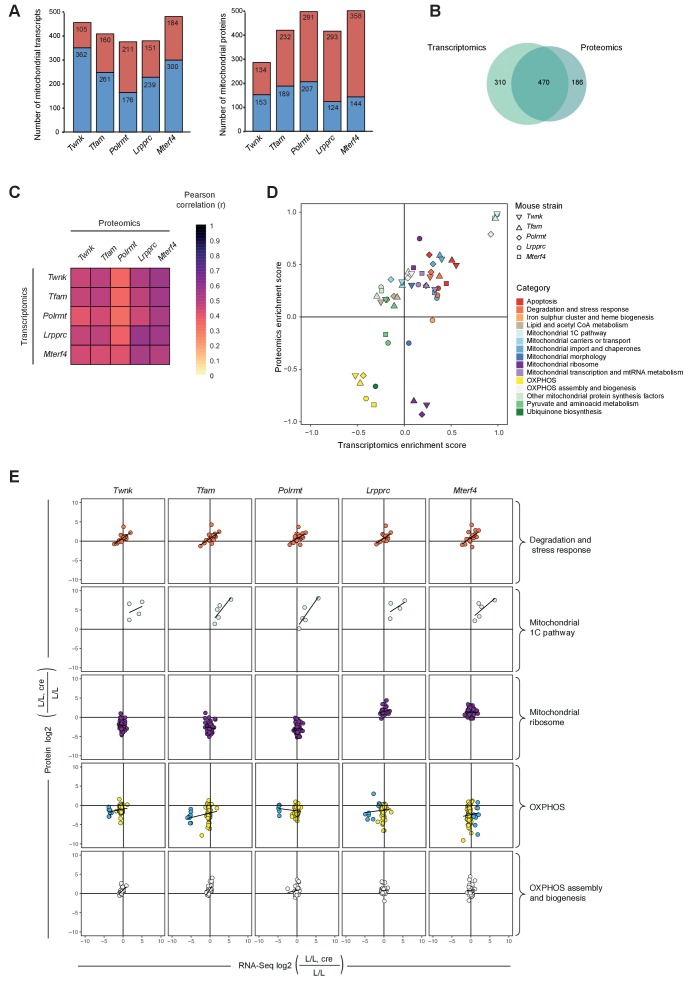
Remodeling of the mitochondrial transcriptome and proteome upon severe mitochondrial dysfunction. Files are provided in Supplementary files 1 and 4. (**A**) Number of significantly changed transcripts (left) and mitochondrial proteins (right) quantified from L/L, cre compared to L/L; red: increased, blue: decreased. (**B**) Venn diagram of number of mitochondrial transcripts and proteins quantified and significant in ≥1 knockout strain. (**C**) Correlations of the L/L, cre versus L/L fold changes of significantly regulated mitochondrial transcripts and proteins. (**D**) Mitochondrial transcriptomic and proteomic 2D enrichment analysis showing the trend and degree of regulation of 15 functional categories in all different knockouts. (**E**) Scatterplots plots of the L/L, cre versus L/L fold changes of mitochondrial transcripts and proteins in different knockouts in a selection of categories. Black line indicates the trend. Same color code applied as in Figure 4D except for the OXPHOS category where the mitochondrial-encoded genes are colored in blue and the nuclear-encoded genes are colored in yellow. 10.7554/eLife.30952.020Figure 4—source data 1.Pearson correlation coefficient matrixes of fold changes of L/L, cre versus L/L of significantly regulated mitochondrial transcripts and proteins.

**Figure 4—figure supplement 1.**
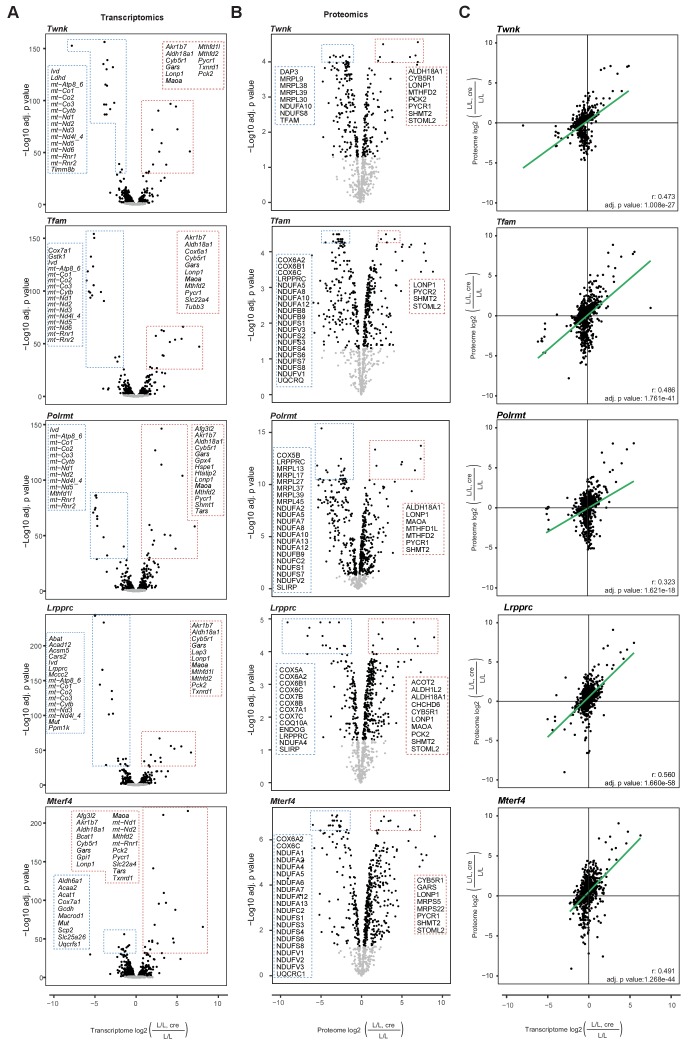
Most of the identified transcripts of nuclear genes encoding mitochondrial proteins are decreased, whereas most of the quantified mitochondrial proteins were increased in abundance. (**A**) Volcano plots of transcripts of genes encoding mitochondrial proteins for each knockout mouse strain. (**B**) Volcano plots of mitoproteomes for each knockout mouse strain. Black: p<0.05, grey: p>0.05. Top 1% of significantly changed mitochondrial transcripts and top 5% of significantly changed mitochondrial proteins are shown and listed in the dotted line boxes; red: increased, blue: decreased; p values were adjusted using Benjamini-Hochberg method. (**C**) Scatterplots showing the correlation between the mitochondrial transcriptomics and proteomics data for each knockout mouse strain (L/L, cre compared to L/L). Each point corresponds to one quantified gene. Correlation coefficient and p values were calculated with Pearson correlation test.

**Figure 4—figure supplement 2.**
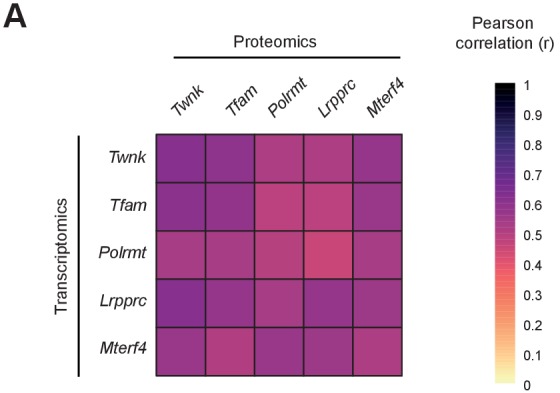
Correlations of the L/L, cre versus L/L fold changes of significantly regulated mitochondrial transcripts and proteins.

**Figure 4—figure supplement 3.**
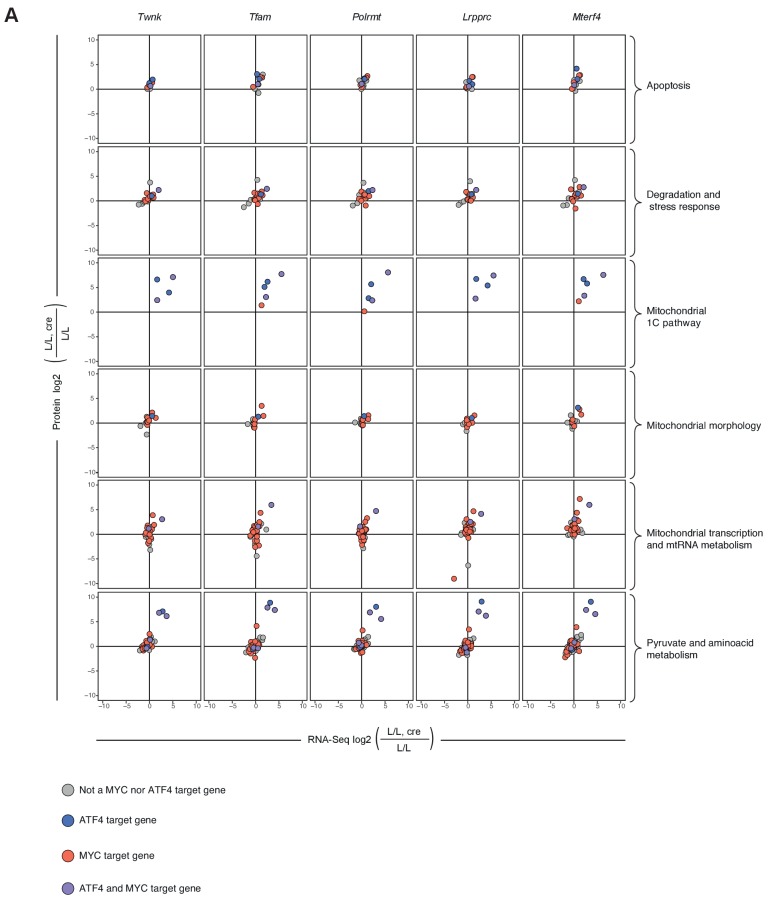
Distribution of MYC and ATF4 target genes in scatterplots plots of the L/L, cre versus L/L fold changes of mitochondrial transcripts and proteins in different knockouts in a selection of categories.

To further study the differences between the mitochondrial transcriptome and proteome during severe mitochondrial dysfunction, genes encoding mitochondrial proteins were included in downstream analyses if they changed significantly in at least one knockout strain. Overall, we found 310 genes whose expression changed exclusively at the transcript level, 186 genes at the protein level, and 470 genes at both the transcript and protein levels (Figure 4B). 

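Of 645 entries of Supplementary file 1 matched to a gene, 415 had a transcript that changed in at least 1 strain and 230 did not (edgeR, adjusted p under 0.05). Every entry is a protein that the study found to change, so a gene that changed only in its transcript cannot appear in this list. Among the 415 is Maoa, monoamine oxidase of the outer membrane, with log2 fold changes of 4.90 to 6.09 (standard errors 0.23 to 0.46, largest adjusted p = 0.000186) over the 5 strains (n = 3 to 5 per group). Ndufs1, a core subunit of complex I, is another, with -0.99 to -0.51 (standard errors 0.079 to 0.14, largest adjusted p = 0.00567).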

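Log2 fold changes of transcripts were correlated across genes with the paper's log2 fold changes of the proteins. Pearson r was 0.466, 0.515, 0.369, 0.568 and 0.523 in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts, over 566, 586, 599, 602 and 621 genes. Jackknife standard errors over libraries were 0.102, 0.0262, 0.0091, 0.0983 and 0.132, and genes are not independent replicates. The genes that passed the low-count filter changed between some of these fits. In the Lrpprc strain r was 0.568 over 602 genes and 0.486 over 603 without that filter. In the Polrmt strain the fits without 1 library gave 0.3545 to 0.3647, all under 0.369. The standard errors therefore do not measure the spread between mice alone. Shmt2, the mitochondrial serine hydroxymethyltransferase, is one of the genes with a large transcript change, with log2 fold changes of 1.66 to 2.33 (standard errors 0.13 to 0.28, largest adjusted p = 0.00215), n = 3 to 5 per group. Aldh1l2, the mitochondrial 10-formyltetrahydrofolate dehydrogenase, is another, with 1.51 to 2.14 (standard errors 0.17 to 0.29, largest adjusted p = 0.00264). In the Mterf4 strain r was 0.329 over 622 genes without the 2 knockout libraries with 0 or 1 counts on mt-Rnr2. With all libraries and no low-count filter it was 0.369 over 624 genes, so the fall need not come from those libraries.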

Interestingly, the correlation in differential expression of transcripts and proteins from nuclear genes encoding mitochondrial proteins was 32–56%, with higher correlation values in the *Lrpprc* knockout strain (Figure 4C; Figure 4—figure supplement 1C).

Next, we performed 2D annotation enrichment analysis of the degree of regulation of mitochondrial transcripts and proteins using our functional categories in all knockouts. There was a concordant up-regulation of apoptosis, degradation and stress response, mitochondrial import and chaperones, and the mitochondrial 1C pathway, whereof the latter had the highest enrichment scores in both dimensions (Figure 4D). 

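Of 19 genes in the category of degradation and stress response, 5, 8, 11, 7 and 8 were higher in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (5, 9, 12, 8 and 10 adjusted over the list alone) and 3, 3, 3, 4 and 6 lower (5, 3, 3, 4 and 6 adjusted over the list alone). The number lower went to 5 in the Tfam and 2 in the Lrpprc knockouts when 1 library was left out. Higher in all 5 were Lonp1, Hspe1, Gpx4, a peroxidase of lipid peroxides, Gsr, glutathione reductase, and Afg3l2. Log2 fold changes of Afg3l2, an inner membrane protease, were 0.58 to 1.35 (standard errors 0.069 to 0.21, largest adjusted p = 0.0186). Mgst3, a glutathione transferase of membranes, and Gstk1 were lower in all 5, with -1.16 to -0.54 (standard errors 0.11 to 0.15, largest adjusted p = 0.00794) for Mgst3. In the category of mitochondrial import and chaperones, 1, 7, 12, 4 and 10 of 32 genes were higher (1, 10, 12, 4 and 10 adjusted over the list alone) and 2 lower in each strain (2 in each adjusted over the list alone). Hspa9 was higher in all 5 strains, and Grpel1, a partner of HSPA9, in the Tfam, Polrmt, Lrpprc and Mterf4 knockouts. With 1 library left out, the number higher here went to 2 in the Twnk and 2 in the Lrpprc knockouts, and the number lower to 1 in the Twnk, 1 in the Tfam, 0 or 1 in the Polrmt and 1 in the Lrpprc knockouts. Median log2 fold changes were 0.052, 0.32, 0.42, 0.23 and 0.27 for import and chaperones and 0.17, 0.64, 0.51, 0.31 and 0.51 for the 10 apoptosis genes. In the 1C category, Aldh1l2, Mthfd1l, Mthfd2 and Shmt2 were higher in all 5 strains, and its remaining member, Sardh, sarcosine dehydrogenase, in the Tfam, Polrmt, Lrpprc and Mterf4 knockouts (0.59 to 1.28, standard errors 0.13 to 0.22, largest adjusted p = 0.0205). The 1C category stood above other genes in the 5 knockouts (largest adjusted p = 1.91e-07 from limma's camera), and adjusted p = 0.0792 and 0.0571 with an estimated correlation in the Polrmt and Mterf4 knockouts. Camera called degradation and stress response higher in the Polrmt knockout, but adjusted p = 0.287 with an estimated correlation in the Polrmt knockout. It called import higher there too (adjusted p = 0.49 with an estimated correlation in the Polrmt knockout), and apoptosis in the Tfam, Polrmt and Mterf4 knockouts (adjusted p = 0.223, 0.458 and 0.199 with an estimated correlation in the Tfam, Polrmt and Mterf4 knockouts). The categories hold proteins that changed in these hearts, so their directions are not independent evidence. Afg3l2 lost its call in the Twnk strain without K2 (0.45, adjusted p up to 0.0828). Afg3l2 also missed the threshold in the Twnk strain in a test against a fold change of 1.2 (0.58, adjusted p = 0.057). Gpx4 lost its call in the Tfam strain without 1 of C1 and C2 (1.04 to 1.12, adjusted p up to 0.0531). Gpx4 also missed the threshold in the Tfam strain with a replicate block (1.05, adjusted p = 0.0961). Grpel1 lost its call in the Lrpprc strain without 1 of C1 and C2 (0.55, adjusted p up to 0.0507). Grpel1 also missed the threshold in the Tfam strain with a replicate block (0.57, adjusted p = 0.0843) and in the Lrpprc strain in a test against a fold change of 1.2 (0.56, adjusted p = 0.0535). Gsr lost its call in the Lrpprc strain without 1 of C1 and C2 (0.75 to 0.78, adjusted p up to 0.0601). Gsr also missed the threshold in the Tfam strain with a replicate block (1.51, adjusted p = 0.0554). Sardh lost its call in the Polrmt strain without 1 of C1, C2 and C4 (0.53 to 0.57, adjusted p up to 0.0579). Sardh also missed the threshold in the Polrmt strain in a test against a fold change of 1.2 (0.59, adjusted p = 0.0606).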

Other mitochondrial protein synthesis factors, showed an anti-correlative behavior with increased proteomic enrichment scores. 

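Tufm, the mitochondrial elongation factor Tu (ENSMUSG00000073838, chromosome 7 of GRCm38 from 126487361 to 126490731), fell in the hearts of all 5 knockout strains, with log2 fold changes of -1.0 to -0.45 (standard errors 0.10 to 0.17, largest adjusted p = 0.0116), n = 3 to 5 per group. Mtif2, a mitochondrial initiation factor, fell in the Twnk, Tfam, Lrpprc and Mterf4 knockouts, at -0.68 (standard error 0.12, adjusted p = 0.00657), -0.52 (standard error 0.11, adjusted p = 0.0137), -0.55 (standard error 0.11, adjusted p = 0.00918) and -0.57 (standard error 0.10, adjusted p = 0.00451). Over the 15 genes in the category, median log2 fold changes were -0.33, -0.31, 0.12, -0.24 and -0.37 in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts. Camera put the category below other genes in the Twnk, Tfam, Lrpprc and Mterf4 knockouts, but adjusted p = 0.487, 0.366, 0.494 and 0.373 with an estimated correlation in the Twnk, Tfam, Lrpprc and Mterf4 knockouts. The category holds proteins that changed in these hearts and is not independent evidence. Mtif2 lost its call in the Tfam strain without C2 (-0.41, adjusted p up to 0.0544). Mtif2 also missed the threshold in the Tfam strain in a test against a fold change of 1.2 (-0.52, adjusted p = 0.0544) and with a replicate block (-0.55, adjusted p = 0.117) and in the Mterf4 strain without the libraries low in mt-Rnr2 (-0.48, adjusted p = 0.0772). Tufm missed the threshold in the Polrmt strain in a test against a fold change of 1.2 (-0.45, adjusted p = 0.07).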

OXPHOS was more decreased in the proteomic compared to the transcriptomic dimension in all knockout strains (Figure 4D,E).

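Over the OXPHOS genes with both values, the median log2 fold change of transcripts was -0.70, -0.48, -0.13, -0.38 and -0.53 in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts, and that of the paper's protein values was -1.33, -2.35, -1.67, -0.86 and -2.67. Transcripts of 60, 41, 15, 29 and 52 of 78 to 80 OXPHOS genes were lower (67, 47, 14, 36 and 57 adjusted over the list alone), and the paper calls 51, 57, 65, 54 and 65 of the proteins lower. OXPHOS genes stood below other genes in every strain (limma's camera), but adjusted p = 0.238, 0.366, 0.736, 0.593 and 0.25 with an estimated correlation in the 5 knockouts. The next medians too are over only those genes of a category with both values in the strain. For the mitochondrial 1C pathway the medians were 3.01, 2.32, 2.05, 3.16 and 2.27 for transcripts and 5.29, 5.11, 2.82, 6.07 and 5.80 for the paper's protein values. For the mitochondrial ribosome they were -0.29, -0.13, 0.17, 0.0015 and 0.00071 for transcripts and -2.22, -2.84, -3.16, 1.40 and 1.0 for the paper's protein values. The count of lower OXPHOS transcripts was 39 without library K2 in the Twnk knockout, 23 to 26 without 1 of libraries C1 and C2 in the Tfam knockout, 23 without library K1 in the Polrmt knockout and 14 to 19 without 1 of libraries C1, C2, C4, K2 and K4 in the Lrpprc knockout.

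**Figure D2:**
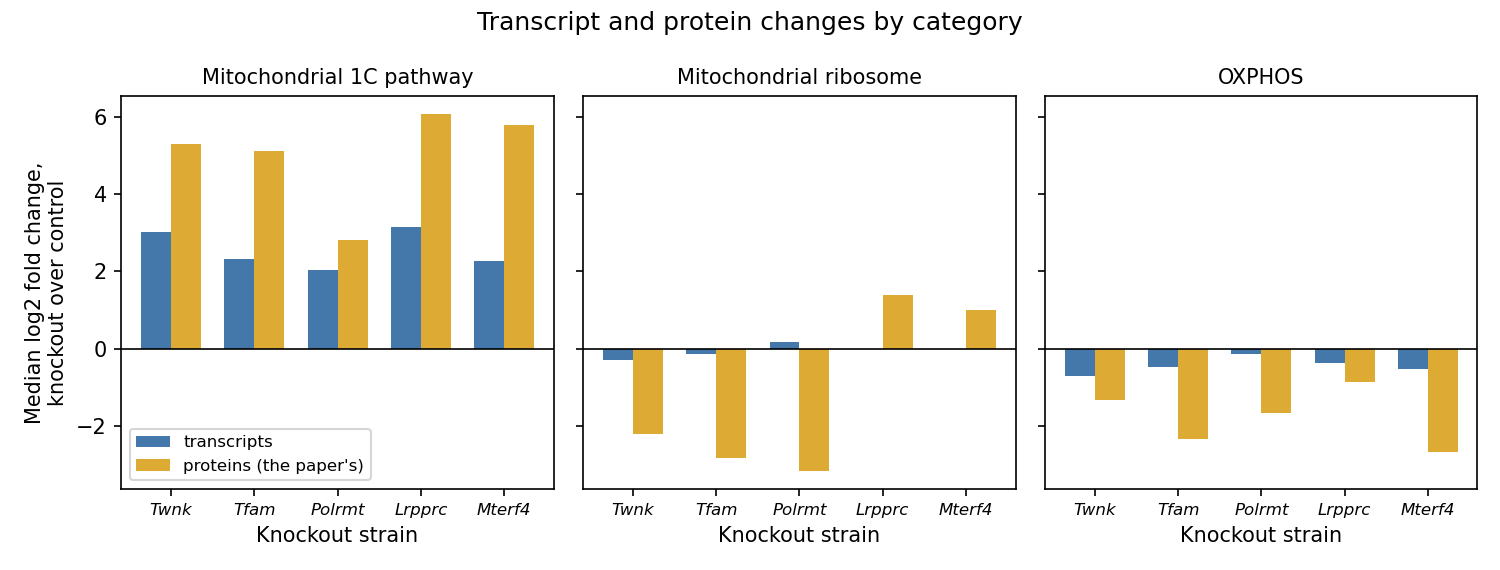
Median log2 fold change, knockout over control, of transcripts and of the paper's protein values in 3 categories, by knockout strain, over genes with both values. Bars start at 0, and those of OXPHOS proteins lie further below 0 than those of OXPHOS transcripts in each strain.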

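Ndufs1, of complex I (ENSMUSG00000025968, chromosome 1 of GRCm38 from 63143596 to 63176833), and Cox7a1, of complex IV (ENSMUSG00000074218, chromosome 7 of GRCm38 from 30184144 to 30186078), were among the nuclear OXPHOS transcripts lower in all 5 knockout strains. Of 36 nuclear subunits of complex I, 27, 22, 6, 13 and 25 were lower in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (31, 26, 4, 19 and 26 adjusted over the list alone), with median log2 fold changes of -0.71, -0.50, -0.15, -0.40 and -0.54. Sdhc, of complex II, fell in every strain, with -0.76 to -0.47 (standard errors 0.069 to 0.19, largest adjusted p = 0.0269), and the medians of its 4 subunits were -0.77, -0.55, -0.28, -0.50 and -0.64. Of 9 nuclear subunits of complex III, 8, 6, 3, 4 and 8 were lower (8, 8, 3, 5 and 8 adjusted over the list alone), with medians of -0.85, -0.48, -0.22, -0.39 and -0.62. Of 13 or 14 of complex IV, 10, 6, 1, 3 and 7 were lower (10, 7, 1, 4 and 8 adjusted over the list alone), with medians of -0.57, -0.35, -0.024, -0.24 and -0.44. Of 17 of complex V, 14, 5, 2, 6 and 9 were lower (16, 6, 2, 6 and 11 adjusted over the list alone), with medians of -0.68, -0.35, -0.091, -0.27 and -0.43. Camera put the complexes below other genes, but adjusted p = 0.238, 0.366, 0.76, 0.583 and 0.249 with an estimated correlation in the 5 knockouts for complex I. For complex II, adjusted p = 0.238, 0.458, 0.604 and 0.225 with an estimated correlation in the Twnk, Tfam, Lrpprc and Mterf4 knockouts, and for complex III, adjusted p = 0.0801, 0.218, 0.683 and 0.249 with an estimated correlation in the Twnk, Tfam, Lrpprc and Mterf4 knockouts. For complex IV, adjusted p = 0.336, 0.655 and 0.348 with an estimated correlation in the Twnk, Tfam and Mterf4 knockouts, and for complex V, adjusted p = 0.262, 0.455, 0.683 and 0.297 with an estimated correlation in the Twnk, Tfam, Lrpprc and Mterf4 knockouts. The count for complex I was 12 without library K1 in the Polrmt knockout and 6 to 20 without 1 of libraries C2, K2 and K3 in the Lrpprc knockout. Without 1 library, that for complex III went to 5 in the Twnk and 1 or 2 in the Lrpprc knockouts. Likewise, that for complex IV went to 1 to 3 in the Tfam, 2 in the Polrmt and 1 or 7 in the Lrpprc knockouts. That for complex V went to 5 to 8 in the Twnk, 3 or 9 in the Tfam, 4 in the Polrmt and 3 in the Lrpprc knockouts. Sdhc lost its call in the Tfam strain without 1 of C1, C2 and C3 (-0.81 to -0.69, adjusted p up to 0.0974). Sdhc also missed the threshold in the Tfam strain in a test against a fold change of 1.2 (-0.74, adjusted p = 0.0592).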

Transcript levels from nuclear genes encoding subunits of complexes I-V were slightly decreased in all knockouts, whereas there was a severe decrease in levels of proteins of complexes I, III, IV and V encoded by both, mtDNA and nuclear DNA (Figure 5A). The nucleus-encoded subunits of complex V, which can form a stable sub-assembled F_1_ complex in response to severe OXPHOS dysfunction (Mourier et al., 2014), and the subunits of the exclusively nucleus-encoded complex II were slightly increased or unaffected in all knockouts. Interestingly, proteins involved in OXPHOS assembly were mainly increased with particularly high levels of the complex IV assembly proteins COX15 and SCO2 (Figure 5B), likely a compensatory response to the dramatic decrease in OXPHOS polypeptides. 

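Coa6, an assembly factor of complex IV (ENSMUSG00000051671, chromosome 8 of GRCm38 from 126422515 to 126425433), had a log2 fold change of -4.50 (standard error 0.85, adjusted p = 0.00838) in the Tfam knockout (n = 5 and 3) and a log2 fold change of -3.92 (standard error 1.12, adjusted p = 0.0342) in the Polrmt knockout (n = 4 and 4). The 9 knockout libraries of these strains held 22 counts of Coa6 or fewer, and so did 12 of the 21 control libraries of all strains, 2 of them among the 7 Tfam and Polrmt controls. Cox15, of heme A synthesis for complex IV, fell in the Lrpprc knockout, with a log2 fold change of -0.57 (standard error 0.13, adjusted p = 0.0186), and Sco2, a copper chaperone of complex IV, had a log2 fold change of 1.15 (standard error 0.36, adjusted p = 0.0456) in the Mterf4 knockout. Of 36 genes of OXPHOS assembly and biogenesis, 9, 5, 2, 3 and 4 were lower in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (10, 5, 0, 3 and 2 adjusted over the list alone) and 0, 1, 3, 1 and 3 higher (0, 1, 0, 1 and 1 adjusted over the list alone). Camera called the category lower in the Twnk knockout, but adjusted p = 0.429 with an estimated correlation in the Twnk knockout. The number lower went to 2 to 5 in the Twnk, 3 in the Tfam, 0 or 1 in the Polrmt, 0 to 5 in the Lrpprc and 1 or 2 in the Mterf4 knockouts when 1 library was left out, and the number higher to 0 in the Tfam, 2 in the Lrpprc and 1 in the Mterf4 knockouts. Coa6 lost its call in the Polrmt strain without 1 of C1, C2, K1, K2, K3 and K4 (-4.17 to -3.18, adjusted p up to 0.0888). In the Tfam strain Coa6 also missed the threshold with a replicate block (-3.67, adjusted p = 0.11). In the Polrmt strain Coa6 also missed the threshold without a low-count filter (-3.88, adjusted p = 0.0618), in 1 fit over all 40 libraries (-3.94, adjusted p = 0.0949) and without the libraries low in mt-Rnr2 (-3.71, adjusted p = 0.0888). Cox15 lost its call in the Lrpprc strain without 1 of C1, C2, C4 and K4 (-0.56 to -0.52, adjusted p up to 0.0615). Cox15 also missed the threshold in the Lrpprc strain in a test against a fold change of 1.2 (-0.57, adjusted p = 0.0594). Sco2 lost its call in the Mterf4 strain without 1 of C1, C2, C4, C5, K1, K2 and K3 (0.96 to 1.27, adjusted p up to 0.156). Sco2 also missed the threshold in the Mterf4 strain in a test against a fold change of 1.2 (1.15, adjusted p = 0.0701), without a low-count filter (1.15, adjusted p = 0.061), in 1 fit over all 40 libraries (1.15, adjusted p = 0.159) and without the libraries low in mt-Rnr2 (1.04, adjusted p = 0.3).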

In general, RNA levels of genes encoding for proteins involved in OXPHOS assembly were less affected except for the complex IV assembly factor 6 homolog (*Coa6*) that showed a marked decrease in the *Tfam* and *Polrmt* knockouts. Taken together, these findings show that the drastic decrease in steady-state levels of nuclear-encoded OXPHOS subunits is a consequence of reduced protein levels and not due to decreased mRNA expression. Furthermore, the comparison between proteomic and transcriptomic analyses that we present here argue that the regulation of intra-mitochondrial protein levels plays a major role in regulation of biogenesis of the OXPHOS system.

**Figure 5.**
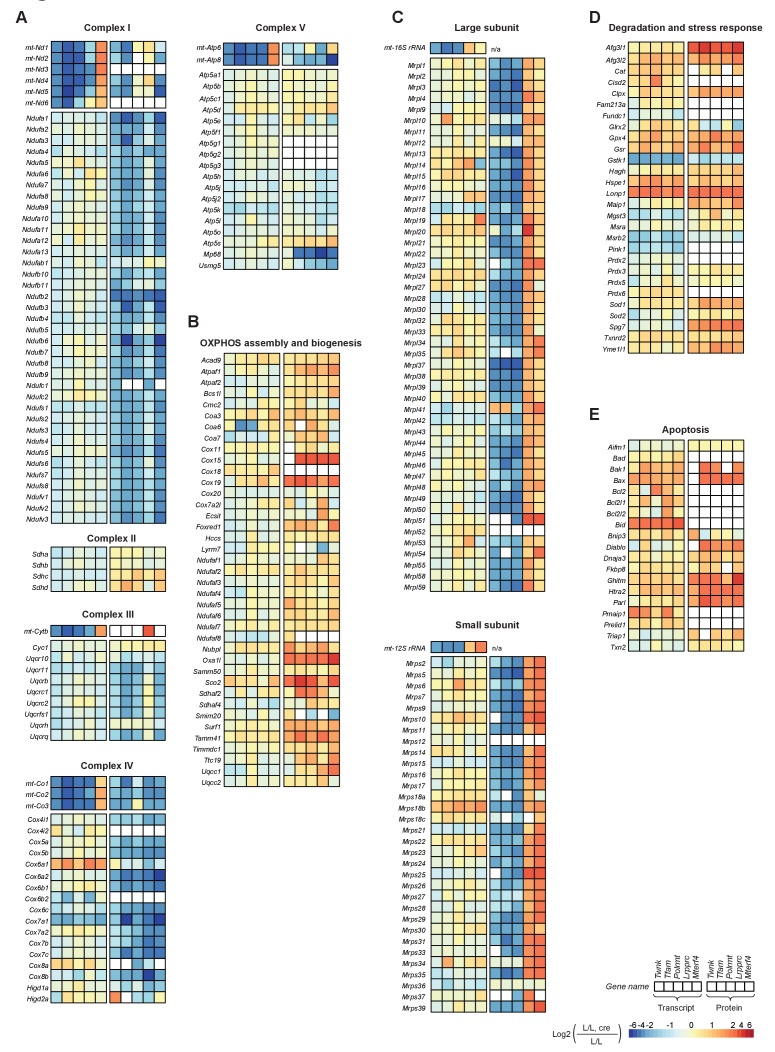
Effects of impaired mtDNA gene expression on mitochondrial protein levels in heart. Heatmaps illustrating the fold-change transcript (left) and mitochondrial protein (right) levels in L/L, cre and L/L mouse hearts in alphabetical order; blank boxes: not detected or not quantified. Adjusted p<0.05 in≥1 knockout strain. (**A**) OXPHOS complexes (complex II is only nuclear encoded). (**B**) OXPHOS assembly. (**C**) Mitochondrial ribosomal proteins; n/a = not applicable. (**D**) Degradation and stress response. (**E**) Apoptosis. For a selection of mitochondrial proteins the steady state levels were verified by immunoblotting shown in Figure 5—figure supplement 2.

**Figure 5—figure supplement 1.**
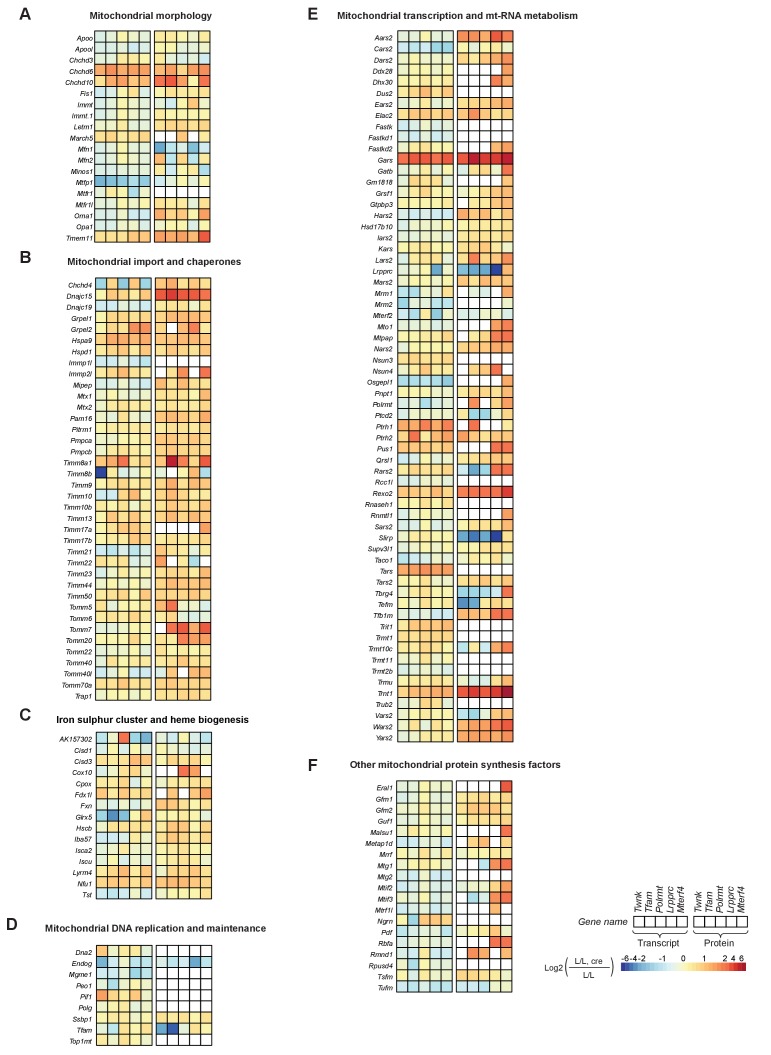
Proteins regulating mitochondrial morphology, iron sulphur cluster and heme biogenesis are increased. Heatmaps illustrating the fold-change transcript (left) and mitochondrial protein (right) levels in L/L, cre and L/L mouse hearts in alphabetical order; blank boxes in heatmap: not identified or not quantified. Adjusted p<0.05 in at least one of the knockout mouse strains for the genes encoding mitochondrial transcript or protein levels. (**A**) Mitochondrial morphology. (**B**) Mitochondrial import and chaperones. (**C**) Iron sulphur cluster and heme biogenesis. (**D**) Mitochondrial DNA replication and maintenance. (**E**) Mitochondrial transcription and mt-RNA metabolism. (**F**) Other mitochondrial protein synthesis factors.

**Figure 5—figure supplement 2.**
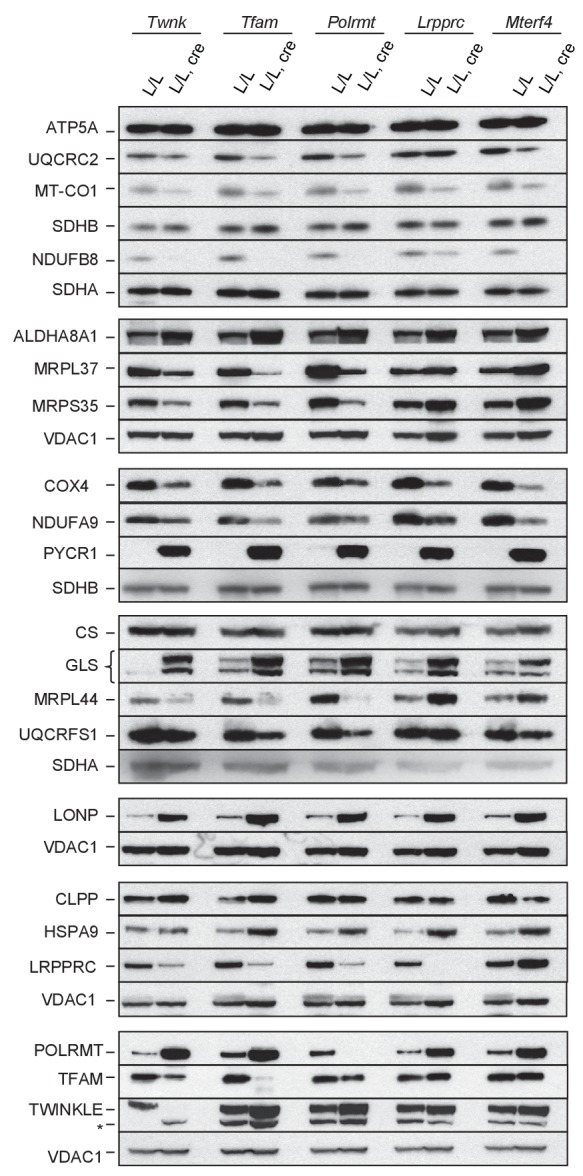
Immunoblot of several mitochondrial proteins in extracts from L/L, cre and L/L hearts; Loading of 6 different membranes: SDHA, SDHB or VDAC1.

The abundance of mitochondrial ribosomal (mitoribosomal) proteins was dependent on the level at which mtDNA gene expression was disrupted. 

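mt-Rnr2, the gene of the 16S ribosomal RNA of the mitochondrial ribosome (ENSMUSG00000064339, chromosome M of GRCm38 from 1094 to 2675), had 0.206 to 0.272 counts per nuclear count in Twnk knockout hearts (n = 3) and 1.26 to 1.46 in controls (n = 5), a log2 fold change of -2.68 (standard error 0.13, adjusted p = 1.93e-05). In the Tfam strain the ranges were 0.0548 to 0.111 (n = 5) and 1.26 to 1.33 (n = 3), a log2 fold change of -4.08 (standard error 0.22, adjusted p = 4.05e-05). In the Polrmt strain they were 0 to 0.0602 and 1.23 to 1.37 (n = 4 each), a log2 fold change of -5.00 (standard error 1.17, adjusted p = 0.0157). mt-Rnr2 rose in the Lrpprc knockout, where the ranges were 2.15 to 2.47 and 1.22 to 1.36 (n = 4 each), a log2 fold change of 0.76 (standard error 0.079, adjusted p = 0.000563). In the Mterf4 strain 2 of the 3 knockout libraries held 0 or 1 counts of mt-Rnr2 and the other 1.01 per nuclear count, beside 1.24 to 1.41 in controls, so that the test did not pass (-2.16, standard error 3.05, adjusted p = 0.663). mt-Nd5, a subunit of complex I, rose in the Mterf4 knockout, with 24 to 28.4 per 1000 nuclear counts beside 13.3 to 16.2 in controls (0.68, standard error 0.10, adjusted p = 0.00216, on the log2 scale). It fell in the Twnk, Polrmt and Lrpprc knockouts, at -3.78 (standard error 0.26, adjusted p = 0.000131), -5.76 (standard error 0.24, adjusted p = 8.29e-06) and -1.48 (standard error 0.11, adjusted p = 0.000119), and was at 0 to 0.349 in Tfam knockouts and 12.5 to 13.7 in controls (-7.46, standard error 2.72, adjusted p = 0.0945). The 12S gene mt-Rnr1 and most mtDNA-encoded genes hold 0 counts in most libraries. Of the mtDNA counts of all libraries together, 99.8% lie on mt-Rnr2, mt-Nd5 and mt-Tf, the tRNA gene for phenylalanine. Counts may have been assigned to a few genes when the tables were made. Those of mt-Rnr2 and mt-Nd5 may thus include reads of other mtDNA-encoded genes and need not be the levels of these RNAs. The paper analysed mtDNA-encoded RNAs separately. mt-Nd5 missed the threshold in the Twnk strain in 1 fit over all 40 libraries (-3.77, adjusted p = 0.0572), in the Lrpprc strain in 1 fit over all 40 libraries (-1.47, adjusted p = 0.416) and in the Mterf4 strain in 1 fit over all 40 libraries (0.68, adjusted p = 0.754). mt-Rnr2 missed the threshold in the Twnk strain in 1 fit over all 40 libraries (-2.68, adjusted p = 0.363), in the Tfam strain in 1 fit over all 40 libraries (-4.09, adjusted p = 0.0841) and in the Lrpprc strain in 1 fit over all 40 libraries (0.77, adjusted p = 0.82). That fit estimates the spread of a gene over all groups together. For mt-Rnr2 these include the libraries at 0 or 1 counts, and for mt-Nd5 the Tfam knockouts, some at 0. Knockouts and controls of the Twnk and Lrpprc strains did not overlap in either gene.

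**Figure D3:**
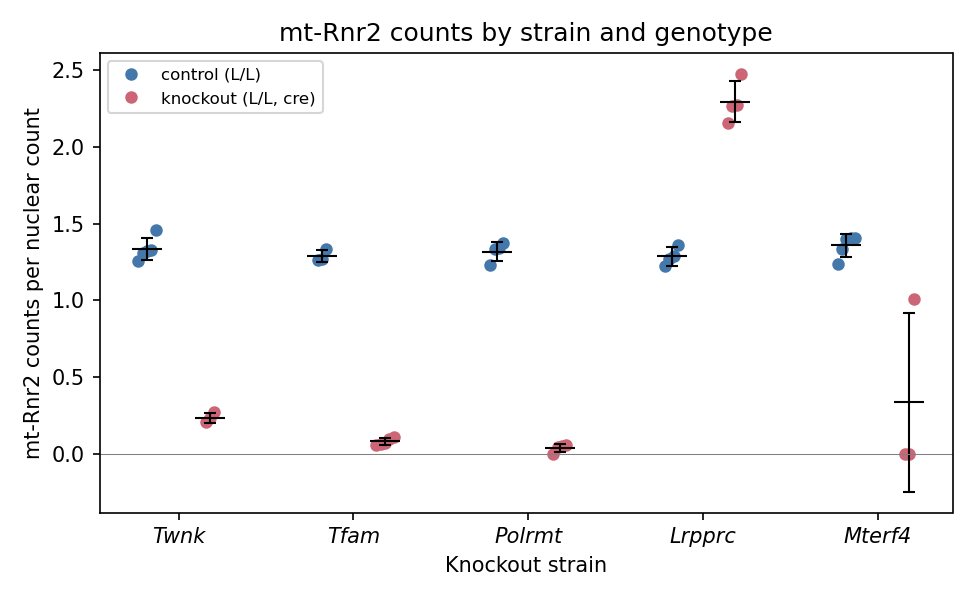
Counts of mt-Rnr2 per nuclear count in each heart library, by strain and genotype. Points are libraries, horizontal bars are group means and error bars are SDs, and 2 Mterf4 knockout libraries and 1 Polrmt knockout library lie at 0.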

Knockouts with reduced steady-state levels of mt-rRNAs, that is *Twnk, Tfam* and *Polrmt*, showed massively reduced levels of mitoribosomal proteins, whereas knockouts with increased mt-rRNA levels, that is *Lrpprc* and *Mterf4*, had increased levels of mitoribosomal proteins (Figure 5C). These findings are consistent with the model that mt-rRNAs stabilize the nucleus-encoded mitoribosomal proteins. 

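Mrpl42, of the mitoribosomal large subunit (ENSMUSG00000062981, chromosome 10 of GRCm38 from 95480805 to 95501940), was the 1 of 73 mitoribosomal transcripts lower in all 5 knockout strains, with log2 fold changes of -0.95 to -0.51 (standard errors 0.085 to 0.13, largest adjusted p = 0.00695), n = 3 to 5 per group. Mrps18b, of the small subunit, and Mrpl24, of the large subunit, were higher in all 5, with 1.02 to 1.64 (standard errors 0.14 to 0.35, largest adjusted p = 0.0148) and 0.31 to 0.77 (standard errors 0.084 to 0.11, largest adjusted p = 0.0454). Of the 73, 10, 10, 1, 5 and 12 were lower in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (9, 11, 1, 3 and 12 adjusted over the list alone), and 2, 6, 13, 5 and 8 were higher (2, 7, 13, 2 and 8 adjusted over the list alone). The median log2 fold changes over all 73 were -0.29, -0.12, 0.17, 0.003 and 0.00071. Camera put the category below other genes in the Twnk knockout, but adjusted p = 0.543 with an estimated correlation in the Twnk knockout. Against the mean response of the other 4 strains, camera put the category lower in the Twnk and higher in the Polrmt knockout (adjusted p = 8.69e-07 and 1.01e-06), but with an estimated correlation these did not pass (adjusted p = 0.0914 and 0.0862). Leaving out 1 library moved the number lower to 5 in the Twnk, 6 in the Tfam, 2 or 3 in the Polrmt and 2 or 3 in the Lrpprc knockouts. It moved the number higher to 1 or 3 in the Tfam, 2 or 3 in the Lrpprc and 5 in the Mterf4 knockouts. Mrpl24 lost its call in the Lrpprc strain without 1 of C1, C2, C3, C4, K1, K2, K3 and K4 (0.26 to 0.35, adjusted p up to 0.119). Mrpl24 also missed the threshold in the Tfam strain with a replicate block (0.50, adjusted p = 0.0831) and in the Lrpprc strain in a test against a fold change of 1.2 (0.31, adjusted p = 0.346) and without a low-count filter (0.31, adjusted p = 0.11). Mrps18b lost its call in the Tfam strain without 1 of C1 and C3 (1.0 to 1.14, adjusted p up to 0.0664). Mrps18b also missed the threshold in the Tfam strain with a replicate block (0.92, adjusted p = 0.166).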

RNA-Seq showed that the levels of mRNAs from nuclear genes encoding mitoribosomal proteins were mildly affected and therefore did not explain the mitoribosomal protein levels (Figure 4E). Since the mitoribosomal proteins represent a significant proportion of the mitochondrial proteome, we repeated the correlation analysis in all knockouts after exclusion of these proteins (Figure 4C). It then became apparent that the lower correlation between the transcriptome and proteome in the *Twnk, Tfam* and *Polrmt* knockouts was explained by the abundant mitoribosomal proteins (Figure 4—figure supplement 2).

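Without the mitoribosomal genes, r between the log2 fold changes of transcripts and the paper's log2 fold changes of proteins was 0.614, 0.612, 0.533, 0.59 and 0.546 in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts, over 498, 518, 526, 530 and 548 genes. Within the mitoribosomal genes, r was -0.0739, -0.0268, 0.0358, 0.157 and -0.0327. Among them Mrps18b has a transcript that rose in every strain, and 56, 60 and 72 of 68, 68 and 73 mitoribosomal proteins are lower in the Twnk, Tfam and Polrmt knockouts by the paper's values. These values are across genes, and no test of their difference between strains was run.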

The pathways for degradation, stress response, mitochondrial morphology, apoptosis, protein import, and iron sulphur cluster and heme biogenesis (Figure 5D,E; Figure 5—figure supplement 1) showed an increase at the protein level. A particular strong increase (up to 8-fold) was detected in the expression of proteins involved in mitochondrial-mediated apoptosis (e.g. the apoptosis regulator, BAX, the mitochondrial DIABLO homolog, DIABLO, and the serine protease, HTRA2) and degradation and stress responses (e.g. AFG3-like protein 1, AFG3L1 and Lon protease, LONP1). The increased levels of AFG3L1, LONP and ATP-dependent Clp protease ATP-binding subunit ClpX-like (CLPX) correlate well with the decrease in protein subunit levels of OXPHOS complexes (Figure 5A). 

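Lonp1, the Lon protease of the mitochondrial matrix (ENSMUSG00000041168, chromosome 17 of GRCm38 from 56614297 to 56626887), was at 680 ± 80.3 CPM (SD, n = 5) in the Tfam knockout hearts and 126 ± 7.18 (SD, n = 3) in their controls. Its log2 fold changes over the 5 strains were 1.81 to 2.44 (standard errors 0.069 to 0.13, largest adjusted p = 5.52e-05). Bax, which permeabilizes the outer mitochondrial membrane in apoptosis (ENSMUSG00000003873, chromosome 7 of GRCm38 from 45461697 to 45466898), had log2 fold changes of 1.07 to 1.49 (standard errors 0.11 to 0.17, largest adjusted p = 0.00178). Bid, which activates BAX (ENSMUSG00000004446, chromosome 6 of GRCm38 from 120891930 to 120916853), had 2.06 to 3.25 (standard errors 0.23 to 0.29, largest adjusted p = 0.00221). Htra2, a protease of the intermembrane space, rose in the Tfam, Polrmt, Lrpprc and Mterf4 knockouts (0.96 to 1.13, standard errors 0.15 to 0.24, largest adjusted p = 0.024) and was at 0.62 (standard error 0.19, adjusted p = 0.056) in the Twnk knockout. Clpx, the ATPase of the Clp protease, rose in the Tfam, Polrmt and Mterf4 knockouts (0.50 to 0.90, standard errors 0.12 to 0.14, largest adjusted p = 0.0296). Diablo, a pro-apoptotic protein of the intermembrane space, passed in no strain (-0.52, standard error 0.23, adjusted p = 0.132, in the Polrmt knockout, its smallest adjusted p). Bid missed the threshold in the Tfam strain with a replicate block (2.41, adjusted p = 0.0585). Clpx lost its call in the Mterf4 strain without 1 of C1, C3, K1 and K2 (0.43 to 0.49, adjusted p up to 0.117). Clpx also missed the threshold in the Mterf4 strain in a test against a fold change of 1.2 (0.50, adjusted p = 0.0948) and without the libraries low in mt-Rnr2 (0.63, adjusted p = 0.122). Htra2 lost its call in the Lrpprc strain without 1 of C1, C3 and C4 (0.87 to 1.01, adjusted p up to 0.0717).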

Interestingly, there was a concomitant strong increase in levels of transcripts for some of these factors, such as the *Lonp1, Bax* and BH3-interacting domain death agonist (*Bid*; Figure 5D,E), suggesting that the increased expression is due to a nuclear transcriptional response. Since several of the proteins involved in degradation, stress response or apoptosis are encoded by target genes of ATF4 and MYC (Figure 3C,D), we analysed the transcriptional regulation by the two transcription factors. We coloured the mitochondrial target genes of either ATF4 or MYC in the scatterplots of the RNA-Seq versus the proteomics data of all the knockouts of the different categories and we detected clear changes at the transcript level for some of the categories such as apoptosis, degradation and stress response (Figure 4—figure supplement 3).

It has been reported in *Caenorhabditis elegans* that mitochondrial stress triggers an unfolded protein response (UPRmt), a signaling cascade that is mediated by the transcription factor ATFS-1 (Qureshi et al., 2017). Although in mammals this response remains controversial (Seiferling et al., 2016), UPRmt is suggested to be mediated by CHOP and the ATF family of transcription factors, specifically ATF5 (Qureshi et al., 2017), which promote the expression of stress response genes such as mitochondria-specific chaperones 60 kDa heat shock protein (*Hsp60*/*Hspd1*), 10 kDa heat shock protein (*Hspe1*) and mitochondrial stress-70 protein (*mtHsp70/Hspa9*). We found an increase in protein levels of HSPD1, HSPE1, and HSPA9 in all five knockouts (Figure 5D; Figure 5—figure supplement 1B; box plots in Supplementary file 8). However, several of the putative UPRmt factors (e.g. ATP-dependent Clp protease proteolytic subunit (*Clpp*), DnaJ homolog subfamily A member 3 - mitochondrial (*Dnaj3a3*), endonuclease G (*Endog*), NADH dehydrogenase ubiquinone 1 beta subcomplex subunit 2 (*Ndufb2*), mitochondrial-processing peptidase subunit beta (*Pmpcb*), and ATP-dependent zinc metalloprotease (*Yme1l1*)) did not present such an increase at the transcripts level in the five knockouts. This finding argues against the existence of a transcriptional program that regulates the expression of these factors upon mitochondrial stress. 

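Hspe1, the chaperone HSP10 (ENSMUSG00000073676, chromosome 1 of GRCm38 from 55088132 to 55091307), and Hspa9, mortalin (ENSMUSG00000024359, chromosome 18 of GRCm38 from 34937414 to 34954357), rose in all 5 knockout strains, with log2 fold changes of 0.90 to 1.63 (standard errors 0.085 to 0.16, largest adjusted p = 0.00572) and 0.81 to 1.38 (standard errors 0.086 to 0.17, largest adjusted p = 0.00255), n = 3 to 5 per group. Hspd1, the chaperone HSP60, rose in the Tfam, Polrmt and Mterf4 knockouts (0.76 to 0.95, standard errors 0.09 to 0.12, largest adjusted p = 0.00348) and was at 0.39 (standard error 0.13, adjusted p = 0.0725) and 0.37 (standard error 0.14, adjusted p = 0.0988) in the Twnk and Lrpprc knockouts. Ndufb2 fell in the Twnk, Tfam and Mterf4 knockouts (-0.74 to -0.48, standard errors 0.092 to 0.12, largest adjusted p = 0.00869), and Endog, a mitochondrial nuclease, in the Twnk, Lrpprc and Mterf4 knockouts, at -2.18 (standard error 0.39, adjusted p = 0.00706), -0.94 (standard error 0.21, adjusted p = 0.0154) and -1.01 (standard error 0.32, adjusted p = 0.0484). Pmpcb, of the processing peptidase, rose in the Polrmt knockout (0.51, standard error 0.079, adjusted p = 0.00228). Yme1l1, an inner membrane protease, and Dnaja3, a co-chaperone, passed in no strain, with 0.44 (standard error 0.14, adjusted p = 0.0623) and 0.51 (standard error 0.36, adjusted p = 0.379) in the Tfam knockout, their smallest adjusted p. Of 18 genes of the mitochondrial unfolded protein response tested, 3, 7, 8, 5 and 6 were higher in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (5, 9, 8, 5 and 6 adjusted over the list alone) and 4, 1, 0, 2 and 3 lower (4, 4, 0, 4 and 3 adjusted over the list alone). In fits without 1 library, the number higher went to 3 in the Lrpprc knockout and the number lower to 2 in the Twnk and 1 or 5 in the Lrpprc knockouts. Median log2 fold changes were 0.063, 0.45, 0.32, 0.23 and 0.23. Camera put the list above other genes in the Tfam, Polrmt and Mterf4 knockouts, but adjusted p = 0.367, 0.141 and 0.225 with an estimated correlation in the Tfam, Polrmt and Mterf4 knockouts. Endog lost its call in the Mterf4 strain without 1 of C1, C3, C4, C5, K2 and K3 (-1.07 to -0.73, adjusted p up to 0.131). In the Lrpprc strain Endog also missed the threshold in 1 fit over all 40 libraries (-0.93, adjusted p = 0.0617). In the Mterf4 strain Endog also missed the threshold in a test against a fold change of 1.2 (-1.01, adjusted p = 0.0766), without a low-count filter (-1.01, adjusted p = 0.0629) and in 1 fit over all 40 libraries (-1.01, adjusted p = 0.0517). Ndufb2 missed the threshold in the Tfam strain with a replicate block (-0.50, adjusted p = 0.0902) and in the Mterf4 strain without the libraries low in mt-Rnr2 (-0.61, adjusted p = 0.0591).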

Contrary to its homolog in worm, the mammalian mitochondrial matrix protease CLPP was recently reported to neither regulate nor be required for UPRmt-like response in mouse heart (Seiferling et al., 2016). Supporting this finding, we detected no change of CLPP protein levels in our knockout mouse models (box plots in Supplementary file 8).

### Mitochondrial 1C pathway enzymes are up-regulated early in the progression of OXPHOS dysfunction

We found a markedly strong increase of the mitochondrial portion of the 1C pathway in all knockout mouse strains, both at the transcript and protein level (Figure 6A,B). In contrast, the cytosolic C-1-tetrahydrofolate synthase (MTHFD1) enzyme was unaltered at the protein level (Figure 6C). 

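Mthfd1l, which makes formate in mitochondria (ENSMUSG00000040675, chromosome 10 of GRCm38 from 3973118 to 4167081), rose in the hearts of all 5 knockout strains, with log2 fold changes of 2.05 to 4.43 (standard errors 0.12 to 0.71, largest adjusted p = 0.0145), n = 3 to 5 per group. In the Tfam knockout Shmt2 (ENSMUSG00000025403, chromosome 10 of GRCm38 from 127517123 to 127522444) was at 147 ± 47.5 CPM (SD, n = 5), beside 29.4 ± 4.04 (SD, n = 3) in controls, and Aldh1l2 (ENSMUSG00000020256, chromosome 10 of GRCm38 from 83487450 to 83534140) at 64.8 ± 24 beside 16.4 ± 1.33. Psat1 and Psph, which with Phgdh make the serine that feeds this pathway, rose in every strain, with 3.97 to 4.69 (standard errors 0.19 to 0.40, largest adjusted p = 0.00033) and 1.11 to 2.23 (standard errors 0.14 to 0.32, largest adjusted p = 0.00229). The 3 genes of serine synthesis stood above other genes in the 5 knockouts (largest adjusted p = 1.16e-05 from limma's camera), and adjusted p = 0.0792 and 0.0571 with an estimated correlation in the Polrmt and Mterf4 knockouts. Mthfd2l, a relative of Mthfd2, fell in the Polrmt and Mterf4 knockouts, at -0.57 (standard error 0.15, adjusted p = 0.0219) and -0.87 (standard error 0.16, adjusted p = 0.00501). Mthfd1, the cytosolic enzyme, rose in the Twnk, Tfam, Polrmt and Mterf4 knockouts (0.32 to 0.74, standard errors 0.083 to 0.11, largest adjusted p = 0.0416) and was at 0.39 (standard error 0.12, adjusted p = 0.0524) in the Lrpprc knockout. Mthfd1 lost its call in the Twnk strain without 1 of C1, C3, C4, C5, K1, K2 and K3 (0.28 to 0.34, adjusted p up to 0.114) and in the Tfam strain without 1 of C1, C2, K2 and K3 (0.39 to 0.45, adjusted p up to 0.0937). In the Twnk strain Mthfd1 also missed the threshold in a test against a fold change of 1.2 (0.31, adjusted p = 0.339), with DESeq2 size factors (0.30, adjusted p = 0.0524) and without a low-count filter (0.35, adjusted p = 0.0602). In the Tfam strain Mthfd1 also missed the threshold in a test against a fold change of 1.2 (0.46, adjusted p = 0.0991) and with a replicate block (0.48, adjusted p = 0.0987). Mthfd1l missed the threshold in the Tfam strain with a replicate block (3.44, adjusted p = 0.0901) and in the Mterf4 strain without the libraries low in mt-Rnr2 (3.43, adjusted p = 0.0956). Mthfd2l lost its call in the Polrmt strain without 1 of C2, C3, C4, K2, K3 and K4 (-0.56 to -0.52, adjusted p up to 0.0592). In the Polrmt strain Mthfd2l also missed the threshold in a test against a fold change of 1.2 (-0.57, adjusted p = 0.0654), without a low-count filter (-0.53, adjusted p = 0.0569) and without the libraries low in mt-Rnr2 (-0.55, adjusted p = 0.0537). In the Mterf4 strain Mthfd2l also missed the threshold without the libraries low in mt-Rnr2 (-0.89, adjusted p = 0.0621).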

Next, we applied mass spectrometry analyses for targeted metabolomics and found increased levels of the 1C donors glycine, serine and sarcosine, consistent with a general up-regulation of the mitochondrial 1C pathway (Figure 6D). Temporal proteomic analysis of *Lrpprc* knockout mice further demonstrated that the levels of MTHFD2 are markedly increased (16-fold) early in the progression of OXPHOS dysfunction (Figure 6E). The up-regulation of the mitochondrial 1C pathway is thus an early event in the development of mitochondrial dysfunction. Our findings support a link between mitochondrial dysfunction and the 1C pathway (Bao et al., 2016; Nikkanen et al., 2016), which supplies 1C units for essential cellular processes, such as methylation, purine de novo synthesis and nicotinamide adenine dinucleotide phosphate (NADPH) synthesis (Ducker and Rabinowitz, 2017).

**Figure 6.**
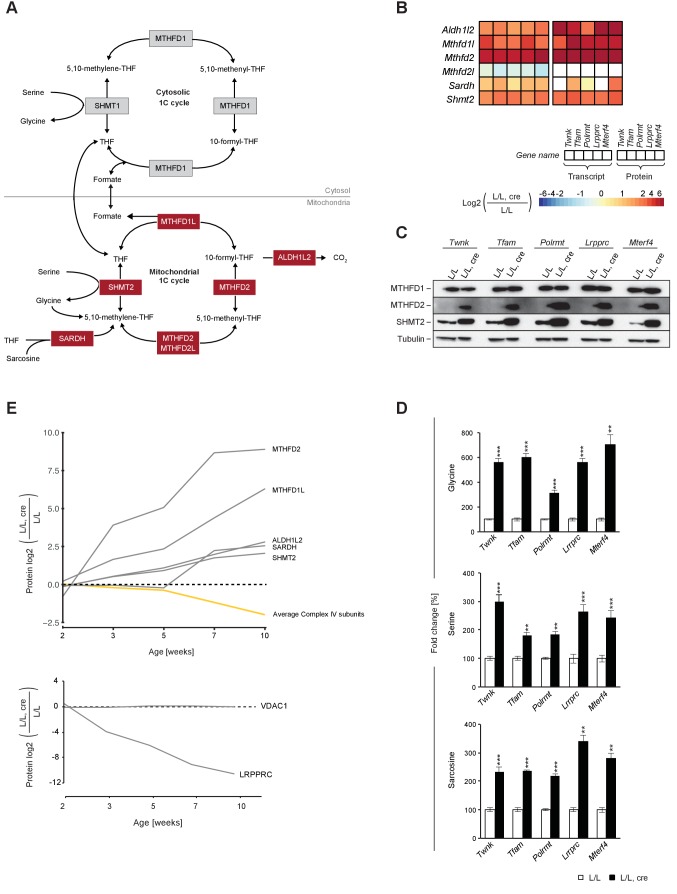
Up-regulation of the enzymes of the mitochondrial 1C pathway happens before deficient OXPHOS is detectable in mouse heart. (**A**) Scheme of 1C pathway. Colored boxes: protein levels; red: increased, grey: not detected or not quantified. (**B**) Heatmaps showing the fold-change in transcript (left) and protein (right) levels in alphabetical order of L/L, cre and L/L mouse hearts of the 1C pathway; p<0.0001 in≥1 knockout strain. (**C**) Immunoblot of enzymes of the 1C pathway in total protein extracts from L/L, cre and L/L; Loading: tubulin. (**D**) Quantification of 1C donor metabolite levels in L/L, cre and L/L. Graphs represent mean ± SEM (*p<0.05, **p<0.01, ***p<0.001). (**E**) Time point analysis of protein levels of enzymes of the 1C pathway (top), and LRPPRC and VDAC (bottom) in *Lrpprc* knockout hearts compared to controls. Yellow line: average value of nuclear and mitochondrial encoded OXPHOS complex IV subunits. Adjusted p<0.05, except for VDAC. LRPPRC and VDAC protein levels at the different time points were verified by immunoblotting presented in Figure 6—figure supplement 1. 10.7554/eLife.30952.025Figure 6—source data 1.Determination of 1C pathway donor metabolites.

**Figure 6—figure supplement 1.**
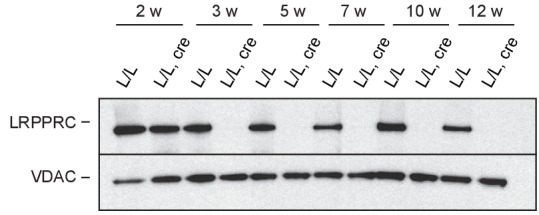
Steady-state LRPPRC protein levels at different time points in mitochondrial extracts from *Lrpprc* L/L, cre and L/L hearts; Loading: VDAC1.

### Increased proline synthesis from glutamate upon OXPHOS dysfunction

ALDH18A1 was among the most up-regulated proteins (>1000 fold increase) in most knockout mouse strains (Figure 7A,B; Figure 4—figure supplement 1B). Moreover, the temporal proteomic analysis showed a steep increase of ALDH18A1 levels (Figure 7C) detectable early in the progression of OXPHOS dysfunction (Mourier et al., 2014). Because ALDH18A1 is the first enzyme of the glutamate to proline conversion pathway (Pérez-Arellano et al., 2010), we also investigated the other enzymes of this pathway. There was a substantial increase of the protein levels of PYCR1 and PYCR2 (Figure 7A,B; Figure 4—figure supplement 1B), whereas the delta-1-pyrroline-5-carboxylate dehydrogenase (ALDH4A1) and proline dehydrogenase 1 (PRODH), which catalyze the reverse reaction from proline to glutamate (Bender et al., 2005), were normal (Figure 7B). The levels of transcripts showed a similar trend as the levels of proteins in the glutamate to proline conversion pathway, with increased levels of *Aldh18a1* and *Pycr1,* and decreased levels of *Aldh4a1* transcripts (Figure 7B). 

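Aldh18a1, which makes the precursor of proline from glutamate (ENSMUSG00000025007, chromosome 19 of GRCm38 from 40550257 to 40588463), was at 51 ± 9.48 CPM (SD, n = 4) in the Lrpprc knockout hearts and 6.18 ± 1.37 (SD, n = 4) in their controls. Aldh4a1, which turns the same intermediate back to glutamate (ENSMUSG00000028737, chromosome 4 of GRCm38 from 139622866 to 139649690), fell with log2 fold changes of -1.73 to -1.0 (standard errors 0.21 to 0.33, largest adjusted p = 0.0297). Prodh, proline dehydrogenase, fell in the Twnk, Tfam, Polrmt and Lrpprc knockouts (-1.10 to -0.59, standard errors 0.15 to 0.22, largest adjusted p = 0.0396) and was at -0.45 (standard error 0.17, adjusted p = 0.0825) in the Mterf4 knockout. Pycr2, a relative of Pycr1, passed in no strain (0.54, standard error 0.18, adjusted p = 0.0584, in the Mterf4 knockout, its smallest adjusted p). Aldh4a1 lost its call in the Tfam strain without 1 of C1 and C2 (-1.27 to -1.22, adjusted p up to 0.0841) and in the Polrmt strain without 1 of C1, C2, C3, K2 and K3 (-1.04 to -0.93, adjusted p up to 0.0746). Aldh4a1 also missed the threshold in the Polrmt strain in a test against a fold change of 1.2 (-1.0, adjusted p = 0.0519) and without a low-count filter (-0.95, adjusted p = 0.0523) and in the Mterf4 strain without the libraries low in mt-Rnr2 (-1.49, adjusted p = 0.078). Prodh lost its call in the Twnk strain without 1 of C1, C2, C3, K1 and K3 (-0.58 to -0.50, adjusted p up to 0.114) and in the Lrpprc strain without 1 of C1, C2, K1, K2, K3 and K4 (-0.85 to -0.71, adjusted p up to 0.0978). In the Twnk strain Prodh also missed the threshold in a test against a fold change of 1.2 (-0.59, adjusted p = 0.0876) and without a low-count filter (-0.55, adjusted p = 0.0666). In the Tfam strain Prodh also missed the threshold with a replicate block (-0.70, adjusted p = 0.0843). In the Lrpprc strain Prodh also missed the threshold in a test against a fold change of 1.2 (-0.77, adjusted p = 0.0798) and without a low-count filter (-0.77, adjusted p = 0.0568).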

To directly assess the effects generated by these protein expression changes, we determined the glutamate and proline levels by targeted metabolomics and found a drastic increase in the proline to glutamate ratio in the knockout mouse hearts (Figure 7D). A possible consequence of this alteration is that tricarboxylic cycle intermediates may decrease, as α-ketoglutaric acid is converted to glutamine, which thereafter undergoes further degradation to proline.

**Figure 7.**
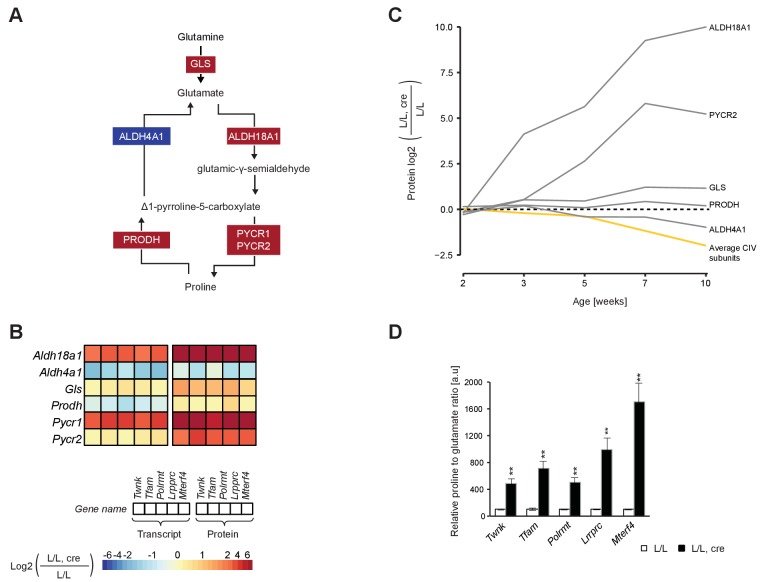
Up-regulated glutamate to proline conversion in mitochondrial OXPHOS deficient heart. (**A**) Scheme of the glutamate to proline conversion pathway. Colored boxes: protein levels; red: increased, blue: decreased. (**B**) Heatmaps illustrating the fold-change transcript (left) and protein (right) levels. Adjusted p<0.05 in≥1 knockout strain for genes encoding mitochondrial transcript or protein levels. (**C**) Time point analysis of protein levels of enzymes of the glutamate to proline conversion pathway in *Lrpprc* knockout hearts compared to controls. Yellow line: average value of nuclear and mitochondrial encoded OXPHOS complex IV subunits. Adjusted p<0.05. (**D**) Quantification of proline and glutamate in different L/L, cre and L/L mouse hearts. Error bars:± SEM; **p<0.01; two-tailed unpaired Student’s t-test. 10.7554/eLife.30952.028Figure 7—source data 1.Determination of proline and glutamate metabolites.

### Secondary coenzyme Q deficiency develops in response to OXPHOS dysfunction

Very surprisingly, we detected that the levels of most of the intra-mitochondrial enzymes necessary for Q biosynthesis were severely reduced in all knockouts (Figure 8A,B). Q is an essential electron shuttle in the mitochondrial respiratory chain (Milenkovic et al., 2017; Wang and Hekimi, 2016) and we have previously reported that knockout of mitofusin 2 (*Mfn2*), a mitochondrial outer membrane protein involved in mitochondrial fusion (Rojo et al., 2002) and tethering of mitochondria to the endoplasmic reticulum (de Brito and Scorrano, 2008), causes Q deficiency by down-regulation of the cytosolic mevalonate (terpenoid/isoprenoid) pathway (Mourier et al., 2015). However, all of the knockout strains studied here had normal or slightly increased levels of mevalonate pathway enzymes such as HMG-CoA synthase, (HMGCS1) and farnesyl pyrophosphate synthase (FDPS; Figure 8C). 

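Fdps, which makes farnesyl pyrophosphate (ENSMUSG00000059743, chromosome 3 of GRCm38 from 89093588 to 89101959), rose in the Twnk, Tfam, Polrmt and Mterf4 knockouts, with log2 fold changes of 0.61 to 1.11 (standard errors 0.10 to 0.21, largest adjusted p = 0.00904), n = 3 to 5 per group, and was at 0.38 (standard error 0.14, adjusted p = 0.0879) in the Lrpprc knockout. Hmgcs1 (ENSMUSG00000093930, chromosome 13 of GRCm38 from 119690379 to 119708260) and Hmgcr (ENSMUSG00000021670, chromosome 13 of GRCm38 from 96648967 to 96670936), the early steps of the pathway, passed in no strain, with 0.36 (standard error 0.18, adjusted p = 0.181) in the Polrmt knockout for Hmgcs1 and 0.29 (standard error 0.11, adjusted p = 0.0949) in the Mterf4 knockout for Hmgcr. Fdft1, squalene synthase, which leads towards cholesterol, fell in every strain (-0.92 to -0.59, standard errors 0.11 to 0.21, largest adjusted p = 0.0345). Sqle, squalene epoxidase, rose in the Polrmt, Lrpprc and Mterf4 knockouts (0.98 to 1.71, standard errors 0.18 to 0.38, largest adjusted p = 0.011), and Cyp51, of sterol synthesis, in the Polrmt knockout (0.82, standard error 0.11, adjusted p = 0.00145). Fdft1 lost its call in the Twnk strain without K2 (-0.91, adjusted p up to 0.0537), in the Tfam strain without 1 of C1, C2 and C3 (-0.88 to -0.82, adjusted p up to 0.0785), in the Polrmt strain without 1 of C1, C2, C3 and K3 (-0.69 to -0.63, adjusted p up to 0.0809) and in the Lrpprc strain without 1 of C1, C2, C4, K1, K2 and K4 (-0.62 to -0.48, adjusted p up to 0.0992). In the Tfam strain Fdft1 also missed the threshold with a replicate block (-0.91, adjusted p = 0.119). In the Polrmt strain Fdft1 also missed the threshold in a test against a fold change of 1.2 (-0.68, adjusted p = 0.0752) and without a low-count filter (-0.64, adjusted p = 0.0617). In the Lrpprc strain Fdft1 also missed the threshold in a test against a fold change of 1.2 (-0.59, adjusted p = 0.0895) and without a low-count filter (-0.59, adjusted p = 0.0532). Fdps missed the threshold in the Tfam strain with a replicate block (1.09, adjusted p = 0.0538). Sqle lost its call in the Mterf4 strain without K3 (1.36, adjusted p up to 0.0501). Sqle also missed the threshold in the Mterf4 strain without the libraries low in mt-Rnr2 (1.72, adjusted p = 0.0677).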

The levels of transcripts encoding cytoplasmic HMGCS1, 3-hydrox-3-ymethylglutaryl-CoA reductase (HMGCR) and FDPS were either unaffected or increased in all knockouts (Figure 8D; Figure 8—figure supplement 1A), indicating that the mevalonate pathway is not impaired when mtDNA gene expression is disrupted.

**Figure 8.**
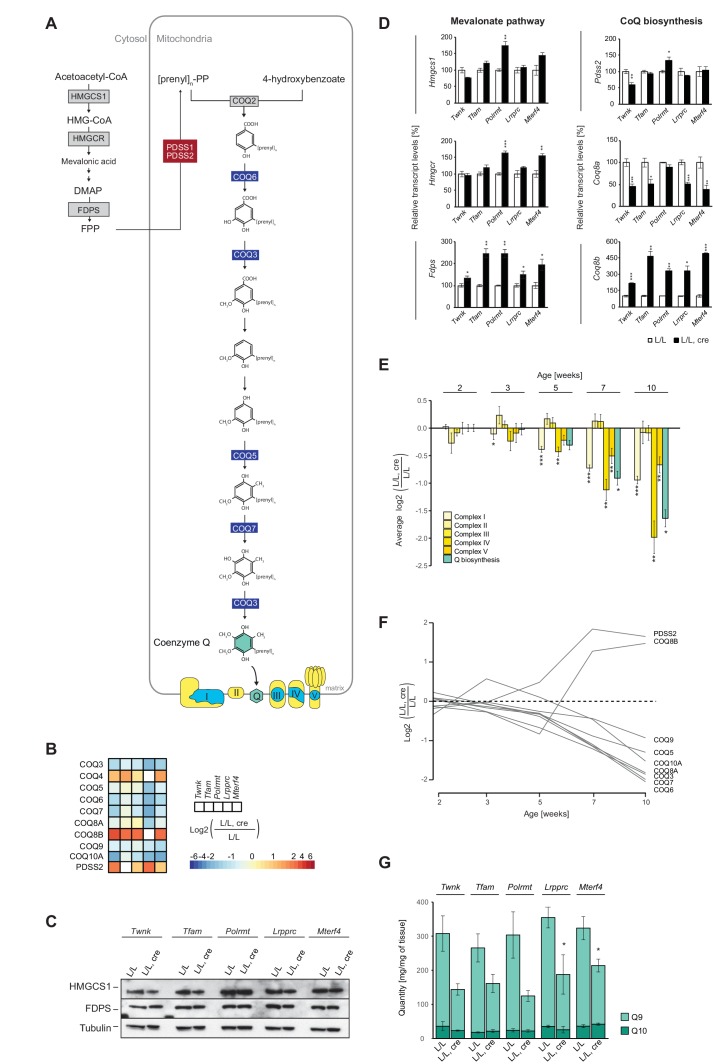
OXPHOS dysfunction leads to decreased cellular Q levels, but the enzymes of the mevalonate pathway are normal. (**A**) Scheme of the mevalonate and Q biosynthesis pathways, and OXPHOS complexes (Nuclear-encoded OXPHOS proteins are shown in yellow and mtDNA-encoded OXPHOS proteins in blue). Colored boxes: protein levels; red: increased, blue: decreased, grey: not detected or not quantified. (**B**) Heatmaps illustrating the fold-change protein levels of the Q biosynthesis pathway in alphabetical order of L/L, cre and L/L mouse hearts; blank boxes: not detected or not quantified proteins; p<0.05 in≥1 knockout strain. (**C**) Immunoblot of enzymes of the mevalonate pathway on total protein extracts from different L/L, cre and L/L hearts. Loading: tubulin. (**D**) Transcript levels of genes encoding enzymes of the mevalonate and coenzyme Q synthesis pathway in L/L, cre and L/L hearts. Normalization: B2M (beta-2-microglobulin). (**E**) Protein levels of OXPHOS complexes I-V and the downregulated Q biosynthesis enzymes at different time points in *Lrpprc* knockout mouse hearts compared to controls. The graph represents a mean log2 fold-change of all the proteins in that category. (**F**) Time point analysis of protein levels of enzymes of the Q biosynthesis pathway in *Lrpprc* knockout mouse hearts compared to controls. Adjusted p across time <0.05. (**G**) Quinone quantification (**Q9 and Q10**) in different L/L, cre and L/L mouse hearts. Error bars:± SEM; *p<0.05, **p<0.01, ***p<0.001; two-tailed unpaired Student’s t-test. 10.7554/eLife.30952.031Figure 8—source data 1.qRT-PCR of genes encoding ubiquinone and mevalonate pathway enzymes in the five knockout mouse strains. 10.7554/eLife.30952.032Figure 8—source data 2.Determination of coenzyme Q9 and 10.

**Figure 8—figure supplement 1.**
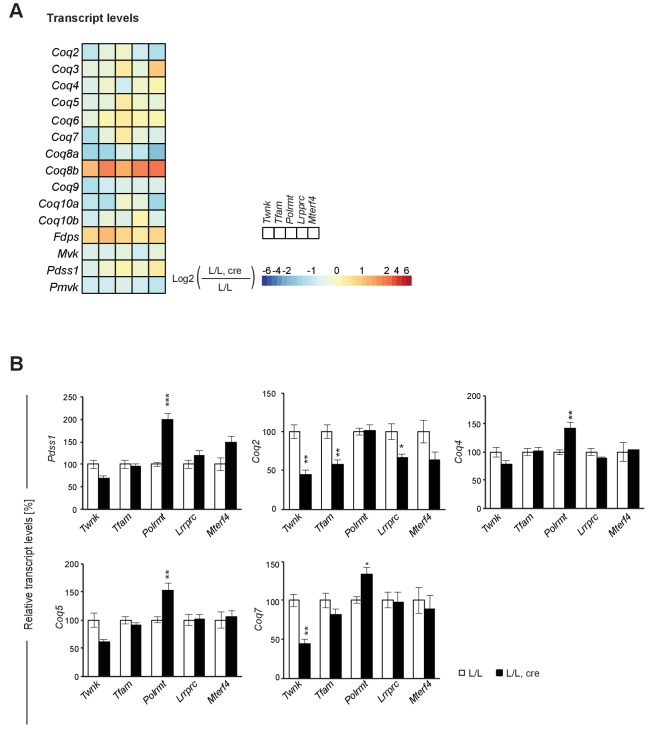
Transcript levels of genes encoding for enzymes of the mevalonate and the Q synthesis pathways. (**A**) Heatmaps showing the fold-change transcript levels in alphabetical order of L/L, cre and L/L mouse hearts of the mevalonate and the Q biosynthesis pathways by RNA-Seq.; blank boxes: not detected or not quantified transcript; adjusted p<0.05 in≥1 knockout mouse line. (**B**) qRT-PCR of transcript levels of genes encoding enzymes of coenzyme Q synthesis pathway in different L/L, cre and L/L hearts, normalized to B2M (beta-2-microglobulin). All graphs represent mean ± SEM; *p<0.05, **p<0.01, ***p<0.001.

The decreased levels of enzymes necessary for intra-mitochondrial Q biosynthesis were apparent at an early stage in the *Lrpprc* knockout strain and there was an accompanying decline in levels of the COQ3, COQ5, COQ6, COQ7, COQ8A, COQ9 and COQ10A enzymes as the OXPHOS deficiency progressed further (Figure 8E,F). In contrast, the protein levels of two of the Q biosynthesis enzymes, PDSS2 and COQ8A, increased as the OXPHOS deficiency progressed (Figure 8F). 

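Coq7, a hydroxylase of Q synthesis (ENSMUSG00000030652, chromosome 7 of GRCm38 from 118509659 to 118533356), fell in the Twnk, Lrpprc and Mterf4 knockouts, at -1.07 (standard error 0.16, adjusted p = 0.00334), -0.41 (standard error 0.12, adjusted p = 0.0394) and -0.55 (standard error 0.081, adjusted p = 0.00176) on the log2 scale, n = 3 to 5 per group. Coq2, which attaches the side chain, fell in the Mterf4 knockout (-1.24, standard error 0.23, adjusted p = 0.00506). Coq4, which holds the complex of these enzymes together, fell in the Polrmt knockout, at -0.77 (standard error 0.13, adjusted p = 0.00406). Coq9, a lipid-binding partner of COQ7, fell in the Twnk, Polrmt and Lrpprc knockouts, at -1.10 (standard error 0.33, adjusted p = 0.0496), -0.57 (standard error 0.13, adjusted p = 0.0163) and -0.60 (standard error 0.16, adjusted p = 0.0327). Pdss1, which makes the side chain with PDSS2, fell in the Twnk knockout (-0.47, standard error 0.14, adjusted p = 0.045). Coq5 and Pdss2 passed in no strain, with -0.46 (standard error 0.15, adjusted p = 0.0636) in the Twnk knockout and -0.39 (standard error 0.14, adjusted p = 0.0787) in the Lrpprc knockout, their smallest adjusted p. Of 13 genes of ubiquinone synthesis, 4, 2, 3, 3 and 4 were lower in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (6, 3, 4, 5 and 5 adjusted over the list alone) and 1, 1, 2, 1 and 2 higher (1, 1, 2, 1 and 2 adjusted over the list alone). Leaving out 1 library moved the number lower to 2 in the Twnk, 0 in the Tfam and 1 in the Lrpprc knockouts. It moved the number higher to 0 in the Twnk, 1 in the Polrmt and 1 in the Mterf4 knockouts. Camera called the list lower in the Twnk knockout, but adjusted p = 0.381 with an estimated correlation in the Twnk knockout. Coq2 missed the threshold in the Mterf4 strain without the libraries low in mt-Rnr2 (-1.06, adjusted p = 0.0932). Coq4 missed the threshold in the Polrmt strain in 1 fit over all 40 libraries (-0.79, adjusted p = 0.158). Coq7 lost its call in the Lrpprc strain without 1 of C1, C2, C3, C4, K1, K2 and K4 (-0.44 to -0.32, adjusted p up to 0.0952). Coq7 also missed the threshold in the Lrpprc strain in a test against a fold change of 1.2 (-0.41, adjusted p = 0.165) and without a low-count filter (-0.41, adjusted p = 0.0722). Coq9 lost its call in the Twnk strain without 1 of C1, C2, C3, C5, K1, K2 and K3 (-1.36 to -0.83, adjusted p up to 0.124) and in the Lrpprc strain without 1 of C1, C2, C4, K2 and K4 (-0.57 to -0.53, adjusted p up to 0.0946). In the Twnk strain Coq9 also missed the threshold in a test against a fold change of 1.2 (-1.10, adjusted p = 0.0775) and without a low-count filter (-1.07, adjusted p = 0.0793). In the Polrmt strain Coq9 also missed the threshold in a test against a fold change of 1.2 (-0.57, adjusted p = 0.0529) and in 1 fit over all 40 libraries (-0.59, adjusted p = 0.0692). In the Lrpprc strain Coq9 also missed the threshold in a test against a fold change of 1.2 (-0.60, adjusted p = 0.0842) and in 1 fit over all 40 libraries (-0.59, adjusted p = 0.0647). Pdss1 lost its call in the Twnk strain without 1 of C1, C2, C3, C4, C5, K1 and K3 (-0.49 to -0.35, adjusted p up to 0.136). Pdss1 also missed the threshold in the Twnk strain in a test against a fold change of 1.2 (-0.47, adjusted p = 0.142) and without a low-count filter (-0.43, adjusted p = 0.103).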

The decreased levels of enzymes of the mitochondrial Q biosynthesis pathway were likely due to impaired protein stability or targeted protein degradation as the levels of transcripts from most of the corresponding genes were unaltered or moderately reduced. However, the atypical kinases COQ8A and COQ8B showed strong opposite responses (Figure 8D), consistent with the observed differences at the protein level (Figure 8B,F). 

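Coq8a (ENSMUSG00000026489, chromosome 1 of GRCm38 from 180165238 to 180199602) fell in every knockout strain, with log2 fold changes of -1.82 to -0.55 (standard errors 0.12 to 0.31, largest adjusted p = 0.0213), n = 3 to 5 per group. Coq8b (ENSMUSG00000003762, chromosome 7 of GRCm38 from 27233023 to 27257950) rose in every strain, with log2 fold changes of 1.25 to 2.19 (standard errors 0.16 to 0.27, largest adjusted p = 0.0139). In the Mterf4 strain Coq8a was at 124 ± 32.4 CPM (SD, n = 3) in the Mterf4 knockout hearts and 439 ± 37.1 (SD, n = 5) in their controls, and Coq8b at 28.8 ± 0.294 beside 6.31 ± 1.35. Coq8a lost its call in the Tfam strain without 1 of C1, C2 and C3 (-1.34 to -1.27, adjusted p up to 0.0695). Coq8b lost its call in the Twnk strain without 1 of K2 and K3 (1.15 to 1.22, adjusted p up to 0.062).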

Interestingly, COQ8A and COQ8B have recently been suggested to interact differentially with the Q biosynthesis complex depending on whether metabolism is adapting to glycolytic or respiratory conditions (Floyd et al., 2016).

Finally, we assessed whether the decreased levels of enzymes necessary for the intra-mitochondrial Q biosynthesis directly affected the cellular steady-state levels of Q. In mice, Q9 is much more abundant than Q10 (Tang et al., 2004) and we therefore measured the levels of both compounds in mouse heart tissue homogenates using targeted mass spectrometry. In control hearts, Q9 was around tenfold more abundant than Q10 (Figure 8G), whereas the knockouts showed a profound decrease of Q9, consistent with the observed down-regulation of the intra-mitochondrial Q biosynthesis pathway.

### Discussion and conclusions

Here, we present a systematic comparative analysis of the mitoproteome and the global transcriptome of five knockout mouse strains with disruption of key genes for mtDNA gene expression in the heart. Interestingly, the mitoproteome in mouse heart is mainly regulated at the protein level in response to severe mitochondrial dysfunction. Even though both, the mitochondrial transcriptome and mitoproteome, are strongly affected, the changes in the mitoproteome do not mirror the transcript levels. Thus, the majority of differentially expressed mitochondrial proteins are increased under severe mitochondrial dysfunction, due to posttranscriptional regulation and the exact mechanisms of those compensatory responses remain to be discovered.

The combination of knockout strains that were inter-compared on a transcriptomic and mitoproteomic level allowed us to detect common expression patterns, either of individual genes or of whole functional categories, and to determine whether these patterns depended on the level at which mtDNA gene expression was disrupted. To exemplify, reduced steady-state levels of mt-rRNAs lead to massively reduced levels of all detected mitoribosomal proteins, whereas increased mt-rRNA levels lead to increased protein levels. This shows that the mtDNA-encoded rRNAs are essential for the stability of the nucleus-encoded mitoribosomal proteins and mitoribosome assembly. Our finding is further supported by a recent study where loss of mature mt-rRNAs impairs mitoribosome assembly in an individual mouse strain with disruption of a factor required for polycistronic mt-RNA processing (Rackham et al., 2016). Interestingly, we found the same pattern for several genes annotated to be factors of mitochondrial transcription and mt-RNA metabolism (*Rars2*, *Vars2*, and *Trmu*) or mitochondrial protein synthesis (*Mtg1* and *Mtif3*). It is tempting to speculate that those genes encode proteins that either require a functional mitoribosome for their stability or are also mitoribosomal proteins even though some of them have not yet been defined as such. The mitochondrial ribosome-associated GTPase 1 (MTG1) has been reported to associate with the large subunit of the mitoribosome (Kotani et al., 2013) and the mitochondrial translation initiation factor IF-3 (MTIF3) binds to the 28S ribosomal subunit in cross-linking studies (Koc and Spremulli, 2002). On the contrary, *Mrps36* encoding the mitochondrial 28S ribosomal protein S36 is annotated as a component of the small mitochondrial ribosome subunit, but its expression pattern in our study rather suggests a different function. A recent study in bakers yeast reports that MRPS36 (KGDH) has a conserved role in the organization of mitochondrial α-ketoglutarate dehydrogenase complexes and suggests that it is not a subunit of the mitochondrial ribosome (Heublein et al., 2014).

The resources we present here also exemplify the myriad of altered cellular processes that accompany OXPHOS deficiency and that could contribute to the pathogenic processes leading to mitochondrial disease. The enrichment of transcripts of genes of the eIF2 signaling pathway, with ATF4 and MYC amongst the top regulators, is consistent with a cellular response to stress, whereby transcription of stress response genes mediated by transcription factors, such as ATF4, ATF5 and MYC, is promoted (Holcik and Sonenberg, 2005). Different stress responses activated by mitochondrial dysfunction have been described, including up-regulation of mitochondrial biogenesis, increase of mitochondrial proteases and chaperones, and changes in energy metabolism (Hansson et al., 2004). It was recently shown that mitochondrial myopathy mouse models with mtDNA replication disorders have increased protein levels of the mitochondrial 1C pathway enzymes MTHFD2 and MTHFD1L, as well as increased transcript levels of the genes encoding for key enzymes of the serine synthesis pathway (Nikkanen et al., 2016). When mtDNA is depleted, this effect was shown to be mediated by ATF4 (Bao et al., 2016) and to be under the control of mammalian target of rapamycin complex 1 (mTORC1) in mouse skeletal muscle (Khan et al., 2017). A model has been proposed whereby the impaired OXPHOS activity decreases formate levels and up-regulation of the mitochondrial 1C pathway occurs as an adaptive response (Ducker and Rabinowitz, 2017). Our proteomic and transcriptomic studies confirm an up-regulation of the enzymes of the mitochondrial 1C pathway as well as an increase of 1C donors, and further show that the increase of the 1C enzyme MTHFD2 is already detectable at an early stage of the progression of OXPHOS deficiency. Given the high expression of *Mthfd2* at the transcript and protein level in early stages of OXPHOS deficiency, our study suggests *Mthfd2* as a marker for early stages of mitochondrial dysfunction. Our results support the role of ATF4 in modulating the transcriptional response to mitochondrial dysfunction and are in line with the early expression of *Atf4* in a mt-tRNA synthetase (*Dars2*) deficient knockout mouse (Dogan et al., 2014). 

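Differences between strains in the response to the knockout were tested by the interaction of strain and genotype over all 40 libraries (edgeR's F-test). It did not pass for Mthfd2 (adjusted p = 0.558), Shmt2 (0.38), Aldh1l2 (0.729) or Mthfd1l (0.113) of the 1C pathway, for Phgdh (0.27) or Psat1 (0.708) of serine synthesis, or for Asns (0.565) and Atf4 (0.583). The fitted log2 fold changes of Mthfd1l ranged from 2.03 to 4.44, and a p that misses the threshold does not show that strains respond alike. Of 50 ATF4 target genes it passed for 4, Bcat1, Slc1a5, Sars and Mars, with adjusted p = 6.91e-06, 0.0169, 0.027 and 0.03. Bcat1, a branched-chain aminotransferase, ranged from 0.87 to 4.69 and was lowest in the Polrmt and highest in the Mterf4 knockout, and Sars ranged from 2.36 to 3.01. Overall 402 of 20869 genes passed, and the count was 215 or 239 without Polrmt library K2 or C4, 642 or 638 without Lrpprc knockout library K1 or K3, 223 without a low-count filter, 1665 with DESeq2, and 261 without the 3 libraries with 0 or 1 counts on mt-Rnr2. Age differs between the strains, so age and strain cannot be told apart.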

Notably, the upregulation of 1C metabolism and target genes of ATF4 is a common response in all of the knockout mouse strains regardless of the stage where mtDNA gene expression is disrupted, indicating that it is a general response to loss of mtDNA gene expression or OXPHOS dysfunction rather than triggered exclusively by mtDNA replication defects or by direct sensing of components of the mtDNA gene expression system (Bao et al., 2016; Nikkanen et al., 2016). Moreover, our data supports the model whereby an integrated stress response program mediated by ATF4 is activated upon mitochondrial dysfunction in mammals (Khan et al., 2017; Seiferling et al., 2016). A central element of the proposed integrated stress response is the release of metabolic signaling proteins such as the fibroblast growth factor 21 (FGF21), which is secreted after OXPHOS deficiency and can affect whole-body metabolism (Dogan et al., 2014). Since the knockout models used in this study are heart and skeletal muscle specific knockouts, the possibility that some of the metabolic alterations we detect in heart is due to signaling molecules released from skeletal muscle cannot be excluded.

MYC is an important regulator of cellular proliferation and tissue homeostasis (Kress et al., 2015). In addition, studies in cell lines have identified more than 400 nuclear genes encoding mitochondrial proteins as potential MYC targets, including proteins involved in mitochondrial protein import, OXPHOS assembly, mitoribosome and mtDNA gene expression (Morrish and Hockenbery, 2014). Therefore, it is possible that MYC contributes to the metabolic rewiring that is caused by mitochondrial dysfunction. MYC is widely known as an oncogene (Meyer and Penn, 2008) and the expression of genes encoding mitoribosomal proteins, mitoribosome assembly factors and mitochondrial translation factors is modified in numerous cancers (Kim et al., 2017). Remarkably, all knockouts in our study show a drastic increase of *Myc* transcripts and significant changes in several MYC target genes, which supports the idea that MYC is involved in remodeling mitochondrial metabolism under severe mitochondrial dysfunction. In line with this hypothesis, we found that the proline biosynthesis from glutamate was promoted upon mitochondrial dysfunction in all analyzed mouse strains. An important role of MYC in this process was previously reported in human cancer cell lines, where MYC inhibits *PRODH* and promotes the transcription of *PYCR1* and *ALDH18A1* (Liu et al., 2012). It should be noted that induction of *Myc* in the myocardium of wild-type mice was shown to increase hypertrophic growth and mitochondrial biogenesis in response to pathological stressors like ischemia/reperfusion (Ahuja et al., 2010). Thus, the tissue specificity of MYC on remodeling mitochondrial biogenesis and metabolism should be considered. Furthermore, our data suggest that proline levels should be evaluated as a potential marker for mitochondrial deficiency in patients. Importantly, *Pycr1* and *Aldh18a1* are target genes for both ATF4 and CHOP (Han et al., 2013) and therefore the effect we observed could be mediated by either of these factors or by MYC. Inhibition of mTORC1 with rapamycin was recently demonstrated to slow the progression of mitochondrial myopathy in mouse models by improving several hallmarks of mitochondrial dysfunction, resulting in reduced expression of *Atf4, Fgf21*, mitochondrial chaperones and key enzymes of the 1C pathway (Khan et al., 2017). The identification and characterization of signaling pathways and secondary responses that contribute to the pathophysiology of mitochondrial diseases may allow specific interventions to treat mitochondrial diseases.

Remarkably, we found that impaired mtDNA gene expression in mouse heart causes secondary Q deficiency as a result of defective intra-mitochondrial Q biosynthesis and not via the cytosolic mevalonate pathway. Moreover, we analyzed the sequential changes of the protein levels of the Q biosynthesis pathway, and provide evidence that COQ8A and COQ8B have key regulatory roles in adapting mitochondrial function and Q biosynthesis to changes in metabolic requirements in vivo. The general downregulation of the intramitochondrial Q biosynthesis pathway could possibly serve to adjust Q levels to the available respiratory chain enzymes. In addition to its function in electron transfer, Q is a ubiquitous antioxidant for lipids present in all the membranes within the cell (Wang and Hekimi, 2016). However, we propose that a more likely explanation is that the loss of OXPHOS complexes affects the integrity of the inner mitochondrial membrane thereby destabilizing the Q biosynthesis complex. It has previously been observed that secondary changes may contribute to disease progression, for example we have recently reported that a mouse model with male infertility caused by mitochondrial dysfunction has unfavorable pathophysiological responses (Jiang et al., 2017). It is thus possible that treatments interfering with secondary responses, for example Q deficiency, may be a valid treatment strategy.

The connection between OXPHOS dysfunction and reduced Q synthesis that we describe here is of fundamental importance and has implications for several medical areas. It should be noted that inherited, autosomal recessive forms of Q deficiency in patients respond well to oral Q supplementation, as documented in several human and animal studies (Garrido-Maraver et al., 2014; Wang and Hekimi, 2016). Furthermore, Q is widely used to treat patients with different types of mitochondrial diseases although the rationale for such a treatment is much debated (Chinnery et al., 2006). Our data provide experimental support for the hypothesis that the large group of patients with disease caused by impaired mtDNA gene expression, due to mutations in either mtDNA or nuclear DNA, may develop secondary Q deficiency. Q supplementation may thus improve electron transport capacity and we therefore propose that Q measurements should be performed in all patients with mitochondrial disease as Q supplementation could be a beneficial treatment option. Notably, mitochondrial function is known to decline during mammalian aging (Greaves et al., 2012) and one important explanation for this decrease is accumulation of somatic mtDNA mutations that impair mtDNA gene expression (Larsson, 2010).

The function and structure of mitochondria have been the subject of intensive research since the discovery of these organelles. Yet, the investigation of mitochondrial diseases with novel techniques has revealed that the underlying pathogenic processes are much more complex than previously expected and are intricately connected to a wide range of cellular functions. Here we provide a high quality list of gene expression changes at the RNA and protein level in a series of mouse mutants with disruption of mtDNA expression. These mouse models all develop a severe OXPHOS deficiency in heart with massive consequences for a range of cellular metabolic pathways. Importantly, some of these secondary changes, such as the Q deficiency we describe here, may be possible to target therapeutically. The data resources we present here generated from in vivo sources will not only open new avenues for research, but also provide a rich source for information of value for patient diagnosis and research on future treatment strategies.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference		Identifiers		Additional information
Organism, C57BL/6N (*Mus musculus*)	*Twnk*^LoxP/LoxP^; *Twnk* L/L	Milenkovic et al., 2013		RRID: MGI:5496889		
Organism, C57BL/6N (*Mus musculus*)	*Twnk*^LoxP/LoxP^, +/*Ckmm-cre*; *Twnk* L/L, cre	Milenkovic et al., 2013		RRID: MGI:5496891		
Organism, C57BL/6N (*Mus musculus*)	*Tfam*^LoxP/LoxP^; *Tfam* L/L	Larsson et al., 1998		RRID: MGI:2177633		
Organism, C57BL/6N (*Mus musculus*)	*Tfam*^LoxP/LoxP^, +/*Ckmm-cre*; *Tfam* L/L, cre	Larsson et al., 1998		RRID: MGI:2177634		
Organism, C57BL/6N (*Mus musculus*)	*Polrmt*^LoxP/LoxP^; *Polrmt* L/L	Kühl et al., 2014, 2016		MGI:5704129		
Organism, C57BL/6N (*Mus musculus*)	*Polrmt*^LoxP/LoxP^, +/*Ckmm-cre*; *Polrmt* L/L, cre	Kühl et al., 2014, 2016		RRID: MGI:5704131		
Organism, C57BL/6N (*Mus musculus*)	*Lrpprc*^LoxP/LoxP^; *Lrpprc* L/L	Ruzzenente et al., 2012		RRID: MGI:5438915		
Organism, C57BL/6N (*Mus musculus*)	*Lrpprc*^LoxP/LoxP^, +/*Ckmm-cre*;*Lrpprc* L/L, cre	Ruzzenente et al., 2012		RRID: MGI:5438914		
Organism, C57BL/6N (*Mus musculus*)	*Mterf4*^LoxP/LoxP^; *Mterf4* L/L	Cámara et al., 2011		RRID: MGI:5288508		
Organism, C57BL/6N (*Mus musculus*)	*Mterf4*^LoxP/LoxP^, +/*Ckmm-cre*;*Mterf4* L/L, cre	Cámara et al., 2011		RRID: MGI:5292478		
Antibody	ALDH18A1	Thermofisher Scientific		Cat#PA5-19392 RRID: AB_10985670		(1:200)
Antibody	CLPP	Sigma-Aldrich		Cat#WH0008192M1 RRID: AB_1840782		(1:300)
Antibody	COX4	Cell Signaling		Cat#4850 RRID: AB_2085424		(1:500)
Antibody	CS	Abcam		Cat#ab129095 RRID: AB_11143209		(1:200)
Antibody	FDPS	Abcam		Cat#ab189874 RRID: AB_2716301		(1:500)
Antibody	GLS	Abcam		Cat#ab93434 RRID: AB_10561964		(1:200)
Antibody	HMGCS1	Abcam		Cat#ab194971 RRID: AB_2716299		(1:500)
Antibody	HSPA9/mtHSP70/Grp75	Abcam		Cat#ab82591 RRID: AB_1860633		(1:200)
Antibody	LONP1	Abcam		Cat#ab103809 RRID: AB_10858161		(1:500)
Antibody	LRPPRC mouse	N.-G. Larsson; Ruzzenente et al., 2012		RRID: AB_2716302		(1:1000)
Antibody	MRPL37	Sigma-Aldrich		Cat#HPA025826 RRID: AB_1854106		(1:500)
Antibody	MRLP44	Proteintech		Cat#16394–1-AP RRID: AB_2146062		(1:300)
Antibody	MRPS35	Proteintech		Cat#16457–1-AP RRID: AB_2146521		(1:500)
Antibody	MTHFD1	Abcam		Cat#ab103698 RRID: AB_10862775		(1:500)
Antibody	MTHFD2	Abcam		Cat#ab37840 RRID: AB_776544		(1:500)
Antibody	NDUFA9	Abcam		Cat#ab14713 RRID: AB_301431		(1:500)
Antibody	POLRMT mouse	N.-G. Larsson;Kühl et al., 2014		RRID: AB_2716297		
Antibody	PYCR1	Proteintech		Cat#13108–1-AP RRID: AB_2174878		(1:200)
Antibody	SDHA	Thermofisher Scientific		Cat#459200 RRID: AB_2532231		(1:100)
Antibody	SHMT2	Sigma-Aldrich		Cat#HPA020543 RRID: AB_1856833		(1:500)
Antibody	TFAM	Abcam		Cat#ab131607 RRID: AB_11154693		(1:500)
Antibody	Total OXPHOS Rodent WB Antibody Cocktail	Abcam		Cat#ab110413 RRID: AB_2629281		(1:1000)
Antibody	Tubulin	Cell Signaling		Cat#2125 RRID: AB_2619646		(1:1000)
Antibody	TWINKLE mouse	N.-G. Larsson,Milenkovic et al., 2013		RRID: AB_2716298		
Antibody	UQCRFS1	Abcam		Cat#ab131152 RRID:AB_2716303		(1:200)
Antibody	VDAC1	Millipore		Cat#MABN504 RRID:AB_2716304		(1:1000)
Sequence-based reagent	Taqman Assay - Mouse *Adck3*	Life technologies		Mm00469737_m1		
Sequence-based reagent	Taqman Assay - Mouse *Adck4*	Life technologies		Mm00505363_m1		
Sequence-based reagent	Taqman Assay - Mouse *Atf4*	Life technologies		Mm00515325_m1		
Sequence-based reagent	Taqman Assay - Mouse *Myc*	Life technologies		Mm00487804_m1		
Sequence-based reagent	Taqman Assay - Mouse *Coq2*	Life technologies		Mm01203260_g1		
Sequence-based reagent	Taqman Assay - Mouse *Coq4*	Life technologies		Mm00618552_m1		
Sequence-based reagent	Taqman Assay - Mouse *Coq5*	Life technologies		Mm00518239_m1		
Sequence-based reagent	Taqman Assay - Mouse *Coq7*	Life technologies		Mm00501587_m1		
Sequence-based reagent	Taqman Assay - Mouse *Fdps*	Life technologies		Mm00836315_g1		
Sequence-based reagent	Taqman Assay - Mouse *Gabpa*	Life technologies		Mm00484598_m1		
Sequence-based reagent	Taqman Assay - Mouse *Hmgcs1*	Life technologies		Mm01304569_m1		
Sequence-based reagent	Taqman Assay - Mouse *Hmgcr*	Life technologies		Mm01282499_m1		
Sequence-based reagent	Taqman Assay - Mouse *Mterf4*	Life technologies		Mm00508298_m1		
Sequence-based reagent	Taqman Assay -Mouse *Nrf1*	Life technologies		Mm00447996_m1		
Sequence-based reagent	Taqman Assay - Mouse *Pdss1*	Life technologies		Mm00450958_m1		
Sequence-based reagent	Taqman Assay - Mouse *Pdss2*	Life technologies		Mm01190168_m1		
Sequence-based reagent	Taqman Assay - Mouse *Ppargc1*	Life technologies		Mm00447183_m1		
Sequence-based reagent	Taqman Assay - Mouse *Polrmt*	Life technologies		Mm00553272_m1		
Sequence-based reagent	Taqman Assay - Mouse *Tfam*	Life technologies		Mm00627275_m1		
Sequence-based reagent	Taqman Assay - Mouse *Peo1*/*Twnk*	Life technologies		Mm00467928_m1		
Commercial assay or kit	miRNeasy Mini kit	Qiagen		Cat#217004		
Commercial assay or kit	Ribo-Zero rRNA removal kit	Illumina		MRZH11124		
Commercial assay or kit	Tru-Seq Sample preparation	Illumina		RS-122–2002		
Commercial assay or kit	High Capacity cDNA revese transcription kit	Applied Biosystems		Cat#4368814		
Commercial assay or kit	TaqMan Universal PCR Master Mix, No Amperase UNG	Applied Biosystems		Cat#4324020		
Commercial assay or kit	Citrate Synthase Assay Kit	Sigma-Aldrich		Cat#CS0720		
Chemical compound, drug	EDTA-free complete protease inhibitor cocktail	Roche		Cat#05056489001		
Chemical compound, drug	PhosSTOP tablets	Roche		Cat#04906837001		
Chemical compound, drug	Percoll	GE Heathcare		Cat#17-0891-02		
Chemical compound, drug	Trypsin gold	Promega		Cat#V5280		
Chemical compound, drug	Standard Coenzyme Q9	Sigma-Aldrich		Cat#27597		
Chemical compound, drug	Standard Coenzyme Q10	Sigma-Aldrich		Cat#C9538		
Chemical compound, drug	Standard Glutamate (Glutamic acid)	Sigma-Aldrich		Cat#G1251		
Chemical compound, drug	Standard Glycine	Sigma-Aldrich		Cat#G7126		
Chemical compound, drug	Standard Proline	Sigma-Aldrich		Cat#P0380		
Chemical compound, drug	Standard Sarcosine	Sigma-Aldrich		Cat#S7672		
Chemical compound, drug	Standard Serine	Sigma-Aldrich		Cat#S4500		
Software, algorithm	Cytoscape v. 3.5.0	Shannon et al., 2003		http://www.cytoscape.org RRID:SCR_003032		
Software, algorithm	DESeq2 package R v. 3.3.2	Other		Love et al. (2014)		
Software, algorithm	Ingenuity Pathway Analysis - Ingenuity Systems	Qiagen		www.ingenuity.com RRID:SCR_008653		
Software, algorithm	iRegulon v. 1.3	Janky et al., 2014		http://iregulon.aertslab.org/download.html		
Software, algorithm	MaxQuant v. 1.5.2.8	Cox and Mann, 2008		http://www.coxdocs.org/doku.php id=maxquant:start RRID:SCR_014485		
Software, algorithm	R - The R project for Statistical Computing			https://www.r-project.org RRID:SCR_001905		
Software, algorithm	Perseus	Cox and Mann, 2012		http://www.coxdocs.org/doku.php?id=perseus:start		
Software, algorithm	TargetP v. 1.1	Emanuelsson et al., 2000; Nielsen et al., 1997		http://www.cbs.dtu.dk/services/TargetP/		
Other	1.9 mm ReproSil-Pur 120 C18-AQ media	Dr. Maisch		Cat#r119.aq		
Other	25 cm, (75 mm internal diameter) PicoFrit analytical column	New Objective		Cat#PF7508250		

### Mouse work

Breeding of heart- and skeletal muscle-specific knockout strains for *Twnk* (RRID: MGI:5496891), *Tfam* (RRID: MGI:2177634), *Polrmt* (RRID: MGI:5704131), *Lrpprc* (RRID: MGI:5438914) and *Mterf4* (RRID: MGI:5292478) were performed as previously described in a C57Bl6/N background (Cámara et al., 2011; Kühl et al., 2016; Larsson et al., 1998; Milenkovic et al., 2013; Ruzzenente et al., 2012). For the comparison of the five knockout strains, mice were killed by cervical dislocation and mouse hearts were analyzed at the latest possible time point (*Twnk*, 12–16 weeks; *Tfam*, 8–9 weeks, *Polrmt*, 3–4 weeks; *Lrpprc*, 10–12 weeks, *Mterf4* 18–23 weeks). For the *Lrpprc* time course, mouse hearts were analyzed at 2, 3, 5, 7 and 10 weeks of age. Animals of both genders were used as available. Conditional knockouts (L/L, cre) and control (L/L) littermates from each knockout strain were randomly assigned to experimental groups to avoid any bias, whenever possible.

### Ultrapure mitochondria isolation, peptide digestion and clean up for label-free mass spectrometry

Mitochondria were isolated from mouse hearts using differential centrifugation as previously reported (Kühl et al., 2016). Crude mitochondrial pellets were washed in 1xM buffer (220 mM mannitol, 70 mM sucrose, 5 mM HEPES pH 7.4, 1 mM EGTA pH 7.4; pH was adjusted with potassium hydroxide; supplemented with EDTA-free complete protease inhibitor cocktail and PhosSTOP Tablets (Roche, Germany)) and purified on a Percoll density gradient (12%:19%:40% prepared with buffer 2xM) via centrifugation in a SW41 rotor at 15500 rpm at 4°C for 1 hr in a Beckman Coulter Optima L-100 XP ultracentrifuge using 14 mm ×89 mm Ultra-Clear Centrifuge Tubes (Beckman Instruments Inc., Germany). Mitochondria were harvested at the interphase between 19% and 40%, washed three times with buffer 1xM and mitochondrial pellets were frozen at −80°C. Purified frozen mitochondria pellets were suspended in lysis buffer (6 M guanidinium chloride, 10 mM Tris(2-carboxyethyl)phosphine hydrochloride, 40 mM chloroacetamide, and 100 mM Tris-HCl) (Kulak et al., 2014). After complete lysis, samples were diluted 1:10 in 20 mM Tris-HCL pH 8.0 and 80 μg of protein were mixed with 3 μg of Trypsin gold (Promega) and incubated overnight at 37°C to achieve complete digestion. Peptides were cleaned with home-made STAGEtips (Rappsilber et al., 2003) (Empore Octadecyl C18; 3M, Germany) and eluted in 60% acetonitrile/0.1% formic acid buffer. Samples were dried in a SpeedVac apparatus (Eppendorf concentrator plus 5305) at 45°C and the peptides were suspended with 0.1% formic acid. Approximately 1.5 μg of peptides were analyzed by LC-MS/MS. All the samples of either the proteomic comparison of end-stage knockouts or of the temporal proteomic analysis of *Lrpprc* knockouts were prepared at the same time by the same person.

### LC-MS/MS analysis

For mass spectrometric analysis, peptides were separated on a 25 cm, 75 μm internal diameter PicoFrit analytical column (New Objective, Part No. PF7508250) packed with 1.9 μm ReproSil-Pur 120 C18-AQ media (Dr. Maisch, Mat. No. r119.aq) using an EASY-nLC 1000 or EASY-nLC 1200 (Thermo Fisher Scientific, Germany). The column was maintained at 50°C. Buffer A and B were 0.1% formic acid in water and 0.1% formic acid in acetonitrile, respectively. For the analysis using the EASY-nLC 1200 system, buffer B was 80% acetonitrile, 0.1% formic acid. Peptides were separated on a segmented gradient from 2% to 5% buffer B for 10 min, from 5% to 20% buffer B for 100 min, from 20% to 25% buffer B for 10 min, and from 25% to 45% buffer B for 10 min at 200 nl / min (EASY-nLC 1000). Using the EASY-nLC 1200 system, peptides were separated on a segmented gradient from 3% to 6% buffer B for 10 min, from 6% to 25% buffer B for 100 min, from 25% to 31% buffer B for 10 min, and from 31% to 60% buffer B for 10 min, at 200 nl / min. Eluting peptides were analyzed on a QExactive HF mass spectrometer (Thermo Fisher Scientific). Peptide precursor mass to charge ratio (m/z) measurements (MS1) were carried out at 60000 resolution in the 300 to 1800 m/z range. The top ten most intense precursors with charge state from 2 to 7 only were selected for HCD fragmentation using 25% collision energy. The m/z of the peptide fragments (MS2) were measured at 30000 resolution using an AGC target of 2e5 and 80 ms maximum injection time. Upon fragmentation precursors were put on an exclusion list for 45 s. Peptides from the five knockout strains were analyzed in two runs and *Polrmt* knockout was used to control for the variability within runs. The time course analysis on *Lrpprc* knockout was performed in a single run.

### LC-MS/MS data analysis

The raw data were analyzed with MaxQuant version 1.4.1.2 (RRID:SCR_014485; Cox and Mann, 2008) using the integrated Andromeda search engine (Cox et al., 2011). Peptide fragmentation spectra were searched against the canonical and isoform sequences of the mouse reference proteome (proteome ID UP000000589, August 2015 from UniProt). The database was complemented with 245 sequences of contaminating proteins by MaxQuant. For the analysis methionine oxidation and protein N-terminal acetylation were set as variable modifications. The digestion parameters were set to ‘specific’ and ‘Trypsin/P,’ allowing for cleavage after lysine and arginine also when followed by proline. The minimum number of peptides and razor peptides for protein identification was 1; the minimum number of unique peptides was 0. Protein identification was performed at a peptide spectrum matches and protein false discovery rate (FDR) of 0.01. The ‘second peptide’ option was on to identify co-fragmented peptides. Successful identifications were transferred between the different raw files using the ‘Match between runs’ option, using a match time window of 0.7 min. Label-free quantification (LFQ) (Cox et al., 2014) was performed using an LFQ minimum ratio count of 2.

### Protein quantification analysis

Analysis of the label-free quantification (LFQ) results was done using the Perseus computation platform (Tyanova et al., 2016), version 1.5.0.0 and R, version 3.3.0 (R Core Team, 2010). For the analysis, LFQ intensity values were loaded in Perseus and all identified proteins marked as ‘Reverse’, ‘Only identified by site’, and ‘Potential contaminant’ were removed. The corresponding L/L and the L/L, cre genotypes were loaded separately in Perseus, the LFQ intensity values were log2 transformed and all proteins that contained less than two to five missing values in one of the groups (L/L or L/L, cre) were removed (Supplementary file 1). Missing values in the resulting subset of proteins were imputed with a width of 0.3 and down shift of 1.8. Imputed LFQ intensities were loaded into R where a two-sided moderated t-test analysis was performed using limma, version 3.30.13 (Ritchie et al., 2015). Proteins with an adjusted p value (‘BH’ correction) of less than 0.05 were designated as differentially expressed. Our list of differentially expressed proteins was combined with annotations from MitoCarta2.0 (Calvo et al., 2016). The first of the semicolon separated entries in the ‘Gene names’ column was used to merge annotations through the ‘Symbol’ or ‘Synonyms’ columns of the Mouse.MitoCarta2.0.txt file. For protein entries that lacked a ‘Gene names’ entry, gene name information was retrieved using UniProt.ws, version 2.14 (Carlson, 2017). Using the principles of the ‘Total Protein approach’ (Wiśniewski et al., 2014), the LFQ intensity values were used to calculate the contribution of all mitochondrial proteins, according to MitoCarta2.0, to the total protein mass. Log2 transformed LFQ intensity and fold changes were used to generate density ad MA-plots plots. The mean LFQ value of controls was used to generate MA-plots.

Mouse MitoCarta2 protein sequences (Mouse.MitoCarta2.0.fasta) were downloaded from https://www.broadinstitute.org/scientific-community/science/programs/metabolic-disease-program/publications/mitocarta/mitocarta-in-0. The sequences were combined with the Mouse Mitocarta2 protein annotations using the RefSeq ID and the protein length. In cases of multiple matches with identical sequences, a single sequence was randomly selected. The extracted sequences were analyzed using TargetP 1.1 (Emanuelsson et al., 2000). The analysis was performed using ‘Non-plant’ and ‘no cutoffs’ parameters. The ‘Perform cleavage site predictions’ option (Nielsen et al., 1997) was enabled. Protein sequences predicted to localize to the Mitochondrion, indicated by ‘M’ in the Loc column, with reliability class (RC) of one, two, or three, were N-terminally trimmed by the value of predicted mitochondrial target peptide (mTP) presequence length (TPlen columns). The initial methionine was removed from the remaining of sequences. In addition, a second set of sequences was derived by removing the initial methionine only. The seqinr package (Charif and Lobry, 2007) was used to calculate the isoelectric points (pI) and the grand average of hydropathy (GRAVY) scores of the two sets of sequences. The GRAVY scores were computed by calculating the sum of the Hydropathy index (Kyte and Doolittle, 1982) of all amino acids in the protein sequence and dividing the value by the protein sequence length. The pI and GRAVY score values were combined with the average log2 RNA reads count per L/L, cre genotype and with the number of genotypes that had quantification values in the proteomic analysis (see Supplementary file 7). The data was divided into two disjoint sets, namely proteins quantified in zero genotypes and proteins quantified in at least one genotype. The empirical cumulative distributions of the pIs, GRAVY scores and the average log2 RNA counts of the two sets were visualized using the stat_ecdf function of the ggplot2 package.

Mitochondrial proteins were manually placed in functional categories based on literature and Uniprot (The UniProt Consortium, 2017). For the L/L comparison across different time points, MaxQuant’s proteinGroups.txt file was combined with annotations from MitoCarta2.0 (Calvo et al., 2016) as described above. The MitoCarta annotated data were imported into Perseus and filtered for at least nine valid LFQ intensity values across all samples (26 in total). Only proteins annotated as mitochondrial, according to the ‘MitoCarta2_List’ column, were kept for analysis. Missing values were imputed as described above. Limma’s F-statistic was used to detect proteins with significant differences in protein expression across the time points. Testing was performed after the data were grouped per week (nine week groups in total). The fold changes of the average LFQ intensity for all time points, relative to week three were calculated, scaled and z-score normalized in R. Hierarchical clustering of the normalized data was performed with pheatmap, version 1.0.8 (Kolde, 2015), using Euclidean distance as a metric. The rows (proteins) dendrogram was cut into to ten clusters and proteins, which partitioned into the four main clusters were used. Profiles plots of the normalized fold change values were color-coded using the distance of each profile from the cluster center (mean value).

For the *Lrpprc* knockout time course analysis data were imported into Perseus, filtered for at least 23 valid LFQ intensity values across all samples (46 in total), and missing values were imputed as described above. Limma’s F-statistic was used to detect proteins with significant differences in protein expression across the time-points for either the L/L or the L/L, cre genotype. In addition, the F-statistic was used to identify differentially expressed proteins that have a significant difference in the profile across the time-points. To compare complete categories of proteins (Figure 7E), Wilcoxon signed-ranked test followed by FDR correction was performed. p values < 0.05 were considered significant. Data was plotted using R packages pheatmap version 1.0.8 and ggplot2 version 2.2.1.

### 2D annotation enrichment analysis

2D annotation enrichment analysis of the proteomic and transcriptomic data was performed with Perseus (Cox and Mann, 2012) using Benjamini-Hochberg FDR for truncation and a threshold value of 0.2. For the evaluation of the protein abundances during the post-natal development, identification of overrepresented functional categories in separate clusters was performed using Fisher exact test in Perseus. Benjamini-Hochberg FDR was for truncation with a threshold value of 1. The top three overrepresented categories in each cluster, based on adjusted p value, are shown.

### RNA isolation, qRT-PCR and RNA sequencing

RNA was isolated from cultured cells and frozen mouse heart using the miRNeasy Mini Kit (Qiagen, Germany) and the concentration, purity, and integrity were confirmed using a Bioanalyzer. Reverse transcription experiments were carried out after cDNA synthesis (High Capacity cDNA reverse transcription kit, Applied Biosystems, Germany). qRT-PCR was performed using the Taqman 2x Universal PCR mastermix, No Amperase UNG (Applied Biosystems) and commercially available Taqman assays for mouse *Adck3 (Coq8a)*, *Adck4 (Coq9b)*, *Atf4*, *Myc*, *Coq2*, *Coq4*, *Coq5*, *Coq7*, *Fdps*, *Gabpa*, *Hmgcs1*, *Hmgcr*, *Mterf4*, *Nrf1*, *Pdss1*, *Pdss2*, *Pgc1a, Polrmt, Tfam* and *Twnk* (Life technologies, Germany). The quantity of transcripts was normalized to *Beta-2-microglobulin* (*B2m*) as reference gene transcript. RNA sequencing was performed on total RNA on the Illumina HiSeq platform according to the Illumina Tru-Seq protocol. Random hexamer primers were used for cDNA library generation and carried out cytoplasmic rRNA depletion using the Ribo-Zero rRNA removal kit. The alignment to the *Mus musculus* reference genome (GRCm38) was performed using HISAT2 version 2.0.4 (hisat2 -p 8 --dta; Kim et al., 2015). Alignment files were sorted and indexed with SAMtools version 1.3.1 (samtools sort -@ 8; samtools index -b; Li et al., 2009). The transcript abundances were estimated with StringTie 1.2.4 (stringtie -p 18 -e –B –G) using the Ensembl 81 annotation (Pertea et al., 2016). The raw reads count matrix at gene-level was extracted with prepDE.py script provided at http://ccb.jhu.edu/software/stringtie/dl/prepDE.py on Python version 2.7.6. Differential expression analyses were performed with DESeq2 package R version 3.3.2 according to the standard DESeq2 tutorial that is part of the package (Love et al., 2014). Genes with an adjusted p<0.05 were considered statistically significant. Genes were placed manually in functional categories as described above and heatmaps were generated using pheatmap R package version 1.0.8. Mitochondrial-encoded RNAs were analyzed according to the same protocol except the NUMT regions were masked, filtered to reads in proper pairs and analyzed by DESeq2 as described above.

### RNA-Seq data analysis

RNA-Seq data were analyzed through the use of Ingenuity Pathways Analysis (Ingenuity Systems, www.ingenuity.com, RRID: SCR_008653). Log2 transformed expression values and adjusted p values were uploaded to the program. Genes from the data set that met the adjusted p value cutoff of 0.05 in all the knockout strains of this study and were associated with a canonical pathway in Ingenuity’s Knowledge Base were considered for the analysis. The significance of the association between the data set and the canonical pathway was measured in two ways: (1) A ratio of the number of molecules from the data set that map to the pathway divided by the total number of molecules that map to the canonical pathway is displayed, (2) Fisher’s exact test was used to calculate a p value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone. Genes from the RNA-Seq data sets that had a p value < 0.05 for all the knockout strains were loaded into Cytoscape (version 3.5.0; Shannon et al., 2003) and used as queries to the iRegulon plug-in (Janky et al., 2014). The putative regulatory region was selected to be 20 kb centered on the transcriptional start site (TSS), the normalized enrichment score (NES) threshold was set at 3.0, and the maximum false discovery rate (FDR) on motif similarity was set at 0.001. Transcription factor enrichment analyses were performed based on motif or Chip-seq peaks enrichment using the 10K (9713 PWMs) motif collection and the 1120 Chip-seq track collection, respectively. Target genes for MYC and ATF4 were obtained from published Chip-seq experiments (Han et al., 2013; Seitz et al., 2011).

### Determination of coenzyme Q and amino acids content

Quinones were extracted from 20 mg grinded frozen mouse hearts as previously described for MEFs and quinone quantifications were performed as reported previously with the following changes: standard curve range was 4–3500 ng/mL for Q10 and 100–2800 ng/mL for Q9 (Mourier et al., 2015). Other metabolites analyzed in this study were extracted from 20 to 30 mg grinded frozen mouse hearts in 1 ml sample buffer (methanol:H_2_O:chloroform in a 7:2:1 ratio). Samples were mixed, sonicated (10 cycles per 30 s) and centrifuged at 15000 g at 4°C for 5 min. Supernatants were centrifuged through 0.25 μm Centrifugal filters (VWR, Germany) and re-centrifuged twice at 15000 g for 5 min, placed at −80°C for 2 hr and re-centrifuged. Supernatants were dried in a SpeedVac apparatus (Eppendorf concentrator plus 5305) at 45°C for 1 hr. Next, samples were suspended in 100 µl and diluted 1/20 in 5 mM ammonium formiate +0.15% formic acid (Sigma-Aldrich, Germany), mixed, sonicated for 2 min and filtrated through a 0.2 µm modified nylon centrifugal filter (VWR). For absolute quantification in positive and negative ESI MRM (multi reaction monitoring) mode an Acquitiy UPLC I-Class System (Waters) was connected to a XevoTM TQ-S (Waters). A Discovery HS F5-3 (Supelco) 3 µm, 2.1 × 100 mm column was used at 25°C. Solvent A was 5 mM ammonium formiate + 0.15% formic acid and B was acetonitrile (VWR). A gradient from 100% A to 80% in 3 min, to 4 min isocrate, to 4.5 min 50%, to 7 min 0%, to 10 min isocrate at a flow rate of 0.35 ml/min was used. An equilibration step of 7 min was performed after each injection. The dilutions were injected twice of each injection volume, 0.1 µL and 8 µl. The sample manager was set to 8°C and the source temperature to 150°C, desolvation temperature was 500°C and desolvation gas was set to 800 L/h, cone gas to 150 L/h. The following MRM transitions were used as quantifier for sarcosine m/z 89.84 to 44.02 cone 14V collision 18V, glycine m/z 75.9 to 30.08 cone 28V collision 6V and in a negative mode serine m/z 105.9 to 42.09 cone 72V collision 10V. The MassLynx (Waters) software was used for data management and TargetLynx (Waters) was used for data evaluation and absolute quantification. All compounds were freshly prepared and dissolved in 5 mM ammonium formiate + 0.15% formic acid. An external standard calibration curve was calculated using 11 concentrations from 100 to 20000 ng/ml (all of them were prepared from stock solutions 100 µg/ml). Correlation coefficient: r < 0.990, the peak integrations were corrected manually, if necessary. Quality control standards of each standard were used during sample analysis and showed between 0.5% and 40% deviation respectively. Blanks after the standards, quality control and sample batch proved to be sufficient. No carry over was detected.

### Mitochondrial enzyme activity measurements

Heart tissue homogenates were prepared from 20 to 30 mg grinded frozen mouse hearts using the CelLytic MT Cell Lysis Reagent (Sigma-Aldrich) supplemented with EDTA-free complete protease inhibitor cocktail (Roche). Total protein concentration was determined in triplicate using the Lowry method (DC Protein Assay, BioRAD, Germany) and the protein concentration of all samples was equalized. To follow citrate synthase activity, increase in absorbance at 412 nm was recorded after the addition of 0.3 mM acetyl–coenzyme A, 0.5 mM oxaloacetate, and 0.1 mM 5,5′-dithiobis-2-nitrobenzoic acid using the Citrate Synthase Assay Kit (Sigma-Aldrich) in a Tecan Infinite pro M200 microplate reader instrument.

### Total protein isolation, isolation of mitochondrial extracts, western blot and antisera

Total proteins were isolated from frozen mouse hearts as previously described (Ekstrand et al., 2004). Mitochondria were isolated from mouse heart using differential centrifugation as previously reported (Milenkovic et al., 2013). Proteins were separated by SDS-PAGE (using 4–12% or 10% precast gels from Invitrogen) and then transferred onto polyvinylidene difluoride membranes (GE Healthcare, Germany). Immunodetection was performed according to standard techniques using enhanced chemiluminescence (Immun-Star HRP Luminol/Enhancer from Bio Rad). The following antibodies were used: ALDHA8A1 (#PA5-19392, Thermofisher Scientific, RRID: AB_10985670), CLPP (#WH0008192M1, Sigma-Aldrich, RRID: AB_1840782), COX4 (#4850, Cell Signaling, Germany, RRID: AB_2085424), CS (#ab129095, Abcam, UK, RRID: AB_11143209), FDPS (#ab189874, Abcam, RRID: AB_2716301), GLS (#ab93434, Abcam, RRID: AB_10561964), HMGCS1 (#ab194971, Abcam, RRID: AB_2716299), HSPA9 (#ab82591, Abcam, RRID: AB_1860633), LONP1 (#ab103809, Abcam, RRID: AB_10858161), LRPPRC (Ruzzenente et al., 2012); RRID: AB_2716302), MRPL37 (#HPA025826, Sigma-Aldrich, RRID: AB_1854106), MRPL44 (#16394–1-AP, Proteintech, Germany, RRID: AB_2146062), MRPS35 (#16457–1-AP, Proteintech, RRID: AB_2146521), MTHFD1 (#ab103698, Abcam, RRID: AB_10862775), MTHFD2 (#ab37840, Abcam, RRID: AB_776544), NDUFA9 (#ab14713, Abcam, RRID: AB_301431), POLRMT (Kühl et al., 2014); RRID: AB_2716297), PYCR1 (#13108–1-AP, Proteintech, RRID: AB_2174878), SDHA (#459200, Thermofisher Scientific, RRID: AB_2532231), SHMT2 (#HPA020543, Sigma-Aldrich, RRID: AB_1856833), TFAM (#ab131607, Abcam, RRID: AB_11154693), Total OXPHOS Rodent WB Antibody Cocktail (#ab110413, Abcam, RRID: AB_2629281), Tubulin (clone 11H10, #2125, Cell Signaling, RRID: AB_2619646), TWINKLE (Milenkovic et al., 2013); RRID: AB_2716298), UQCRFS1 (#ab131152, Abcam, RRID: AB_2716303), VDAC1 (clone N152B/23 #MABN504, Millipore, Germany, RRID: AB_2716304).

### DNA isolation and mtDNA quantification

Total DNA was isolated from mouse heart tissue using the Puregene Cell and Tissue Kit (Qiagen). mtDNA was measured by semiquantitative PCR carried out on 4 ng of total DNA in a 7900HT Real-Time PCR System (Applied Biosystems) using TaqMan probes specific for the mt-*Co1*, mt-*Cytb*, mt-*Nd1,* mt-*Nd6*, and 18S genes (Applied Biosystems).

### Experimental design and statistical analysis

Sample sizes were defined based on the previous molecular characterization of the mouse strains described in Table 1. Each mouse was considered an independent biological replicate (n) and repeated measurements of the same biological replicate were considered technical replicates. ≥3 biological replicates of each knockout strain (*Twnk*, *Tfam*, *Polrmt*, *Lrpprc* and *Mterf4*) and their respective age-matched control mice were used for all the experiments presented. Age and genotype were the only inclusion criteria considered. Statistical analyses for RNA-Seq and MS protein quantification analyses were performed as described above. The exact n and p values for the transcriptomic and proteomic analyses can be found in Supplementary file 1–4. For qRT-PCR and metabolomics analyses variance was assessed using an F-test and statistical significance was assessed by a two-tailed unpaired Student’s *t*-test in Excel. The exact n and p values for metabolomics, qRT-PCR analyses, and enzyme activity measurements can be found in Supplementary file 5. Two to three technical replicates were performed for targeted metabolomics measurements, three technical replicates were performed for qRT-PCR and semiquantitative PCR analyses, three to seven technical replicates were performed for citrate synthase activity measurements. Proteomic, transcriptomic, qRT-PCR experiments were performed once. Metabolomic and semiquantitative PCR mtDNA quantifications determinations were performed two times. Western blot analyses were repeated >3 times with the exception of the data presented in Figure 5—figure supplement 2. Sample processing for RNA-Seq, qRT-PCR, semiquantitative PCR, proteomics, enzyme activity measurements, and metabolomics analyses was performed blindly. Pearson correlation analysis of transcriptomics and proteomics across the different lines were performed and visualized using pheatmap R package version 1.0.8. The definition of center and precision measures, and p values are provided in the figure legends. p<0.05 was considered significant.

### Data availability

Raw RNA-Seq data have been deposited in the Gene Expression Omnibus repository under accession number GSE96518. The proteomics datasets presented are available in supplementary File 1–3, 8 and 9.

## Additional files

Supplementary file 1. Comparative analysis of mitoproteomic data from heart of *Tfam, Twnk, Polrmt, Lrpprc* and *Mterf4* knockout mice and corresponding controls.

Supplementary file 2. Analysis of mitoproteomic data from heart at different ages of *Lrpprc* knockout mice and controls.

Supplementary file 3. Analysis of mitoproteomic data from heart at different ages of control mouse strains.

Supplementary file 4. Analysis of total cellular transcriptome from heart of *Tfam, Twnk, Polrmt, Lrpprc* and *Mterf4* knockout and control mouse strains at different ages.

Supplementary file 5. Number of biological replicates and p values of qRT-PCR, metabolomic analyses and enzyme activity measurements.

Supplementary file 6. iRegulon analysis of RNA-Seq data of total RNA from hearts of end-stage conditional knockout mice.

Supplementary file 7. Analysis of proteomic bias in mitoproteomics data from heart of *Tfam, Twnk, Polrmt, Lrpprc* and *Mterf4* knockout mice and corresponding controls.

Supplementary file 8. Complete set of differential expression proteomic analysis in heart of the five knockout mouse strains and according controls; boxplots of the intensity detected by mass spectrometry per protein.

Supplementary file 9. Complete set of sequential mitoproteomic changes at different time points of progressive mitocondrial dysfunction in heart of one knockout mouse strain. Time curves of differential expression analysis of each protein on the *Lrpprc* knockout analysis at different ages.

Transparent reporting form

### Major datasets

The following dataset was generated:

Kühl IMiranda MAtanassov IKuznetsova IHinze YMourier AFilipovska ALarsson NG2017Transcriptomic and proteomic landscape of mitochondrial dysfunction reveals secondary coenzyme Q deficiency in mammalshttps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE96518Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE96518)

# Supplementary material for: Transcriptomic and proteomic landscape of mitochondrial dysfunction reveals secondary coenzyme Q deficiency in mammals
**Source:** eLife. 2017 Nov 14;6:e30952. doi: 10.7554/eLife.30952

Supplementary File 9: Differential expression time-curve per protein Kühl *et al.*

Time curves of differential expression analysis of each protein on the *Lrpprc* time point analysis

Time curves represent the log2 fold change of L/L, cre / L/L

/ A0A0A6YXD3; adj.p value: 0.36144

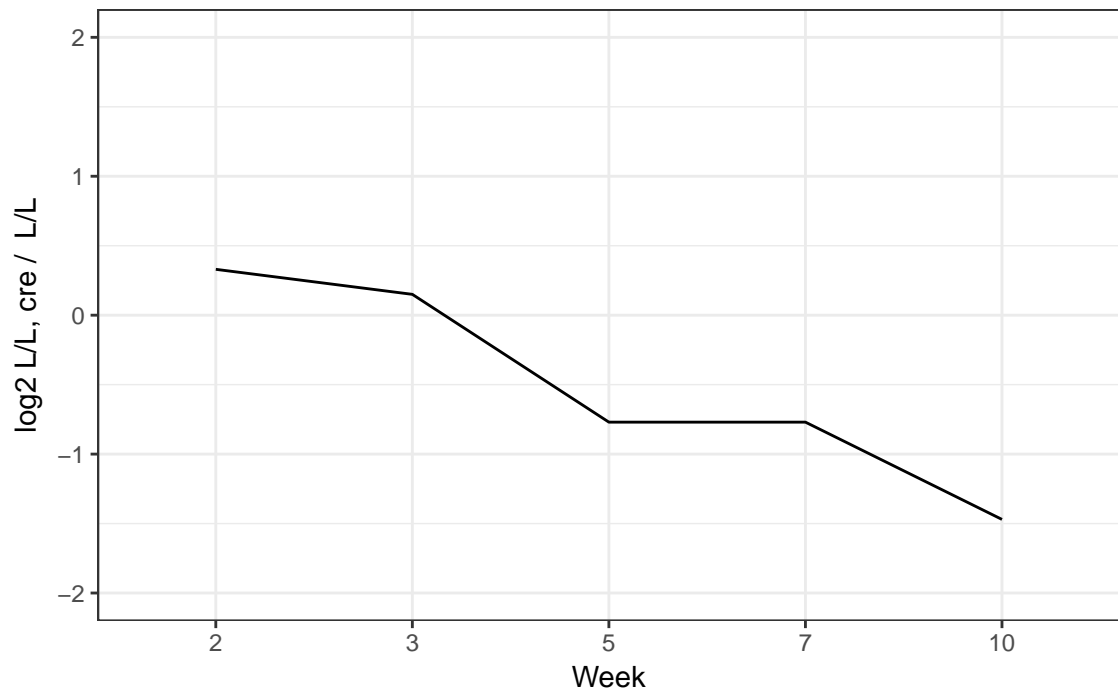

/ Q3UNZ8; adj.p value: 0.32279

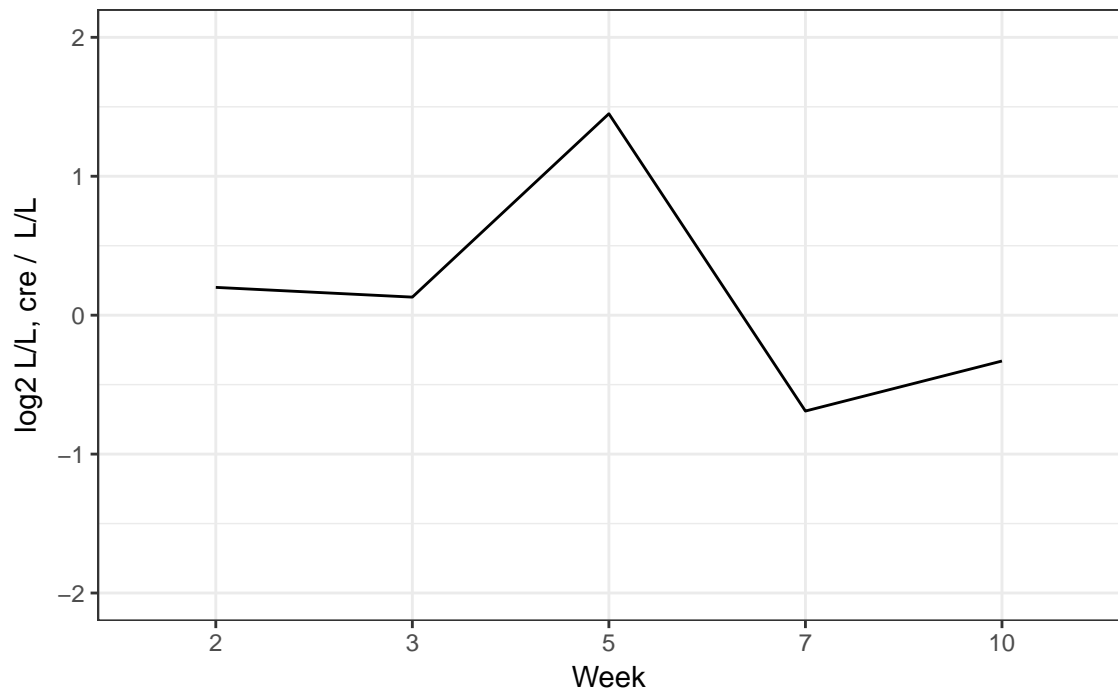

/ Q80VP5; adj.p value: 0.0122

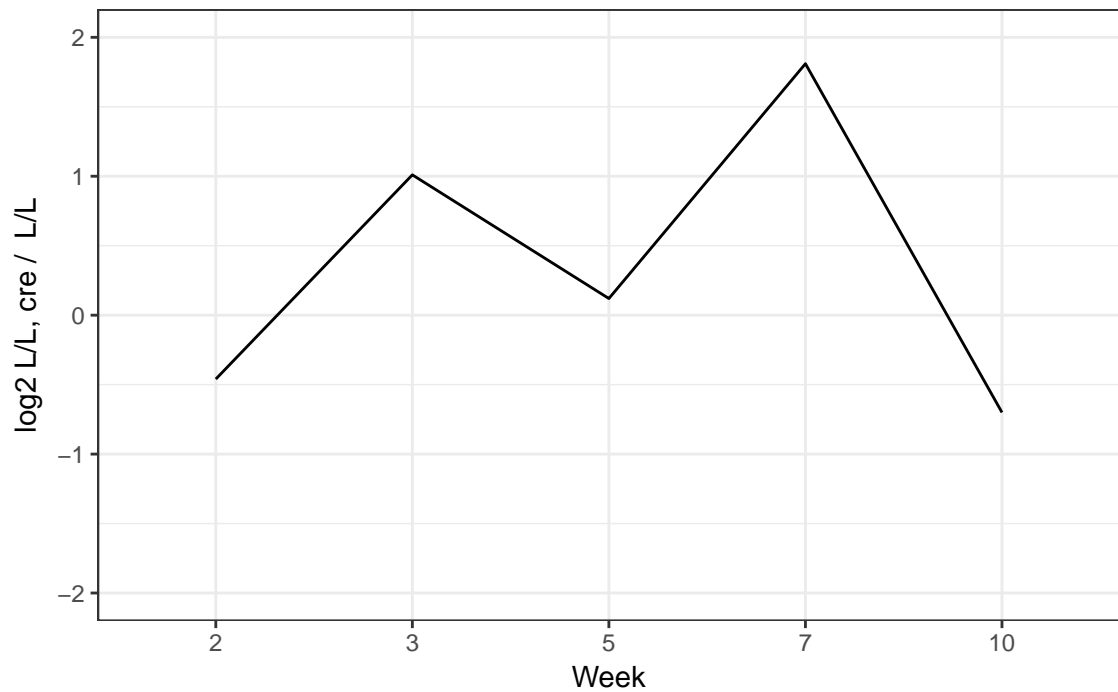

/ Q8BHE8; adj.p value: 0.00732

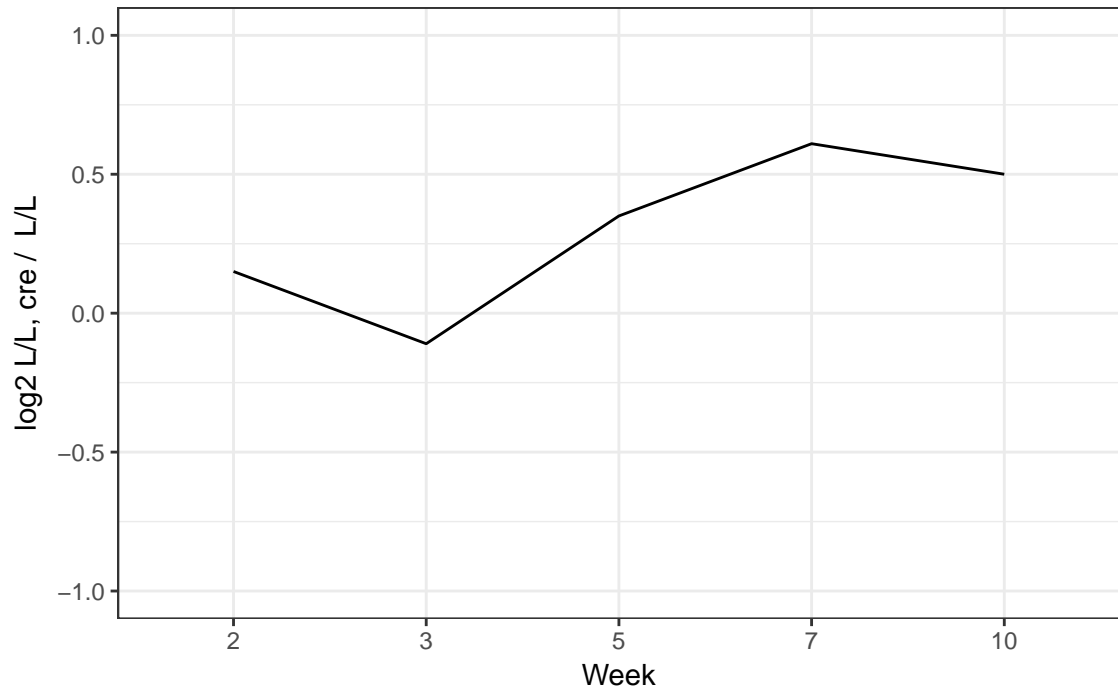

/ Q8BTE0; adj.p value: 0.1569

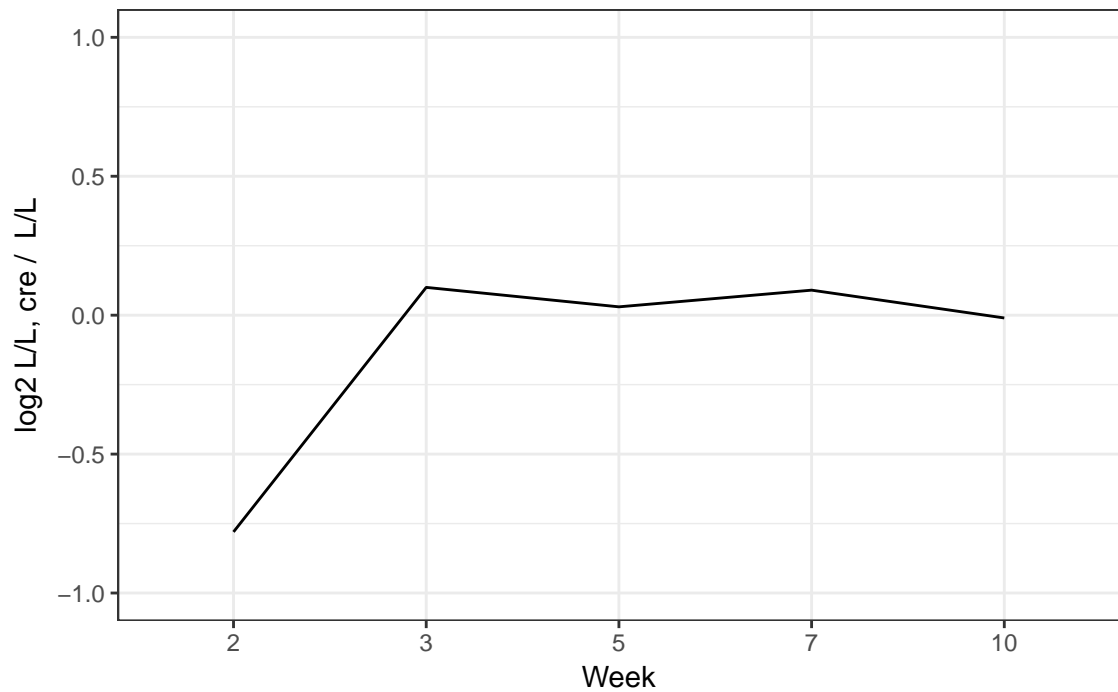

/ Q9CR13; adj.p value: 0.35082

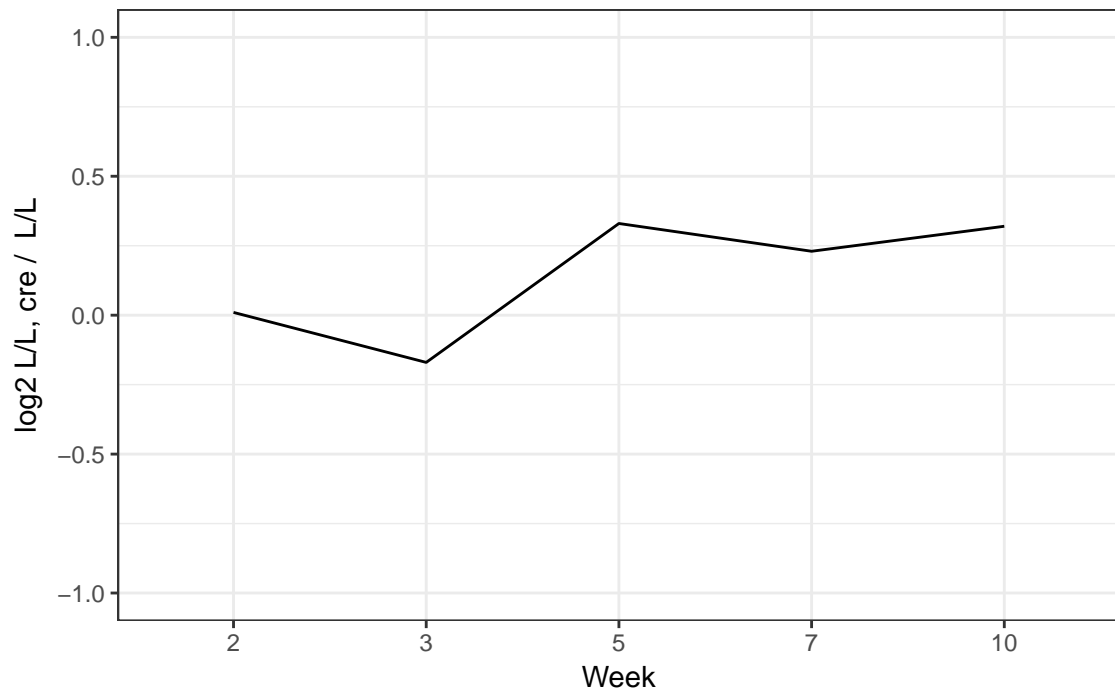

1700021F05RIK / Q9CQF4; adj.p value: 0.00016

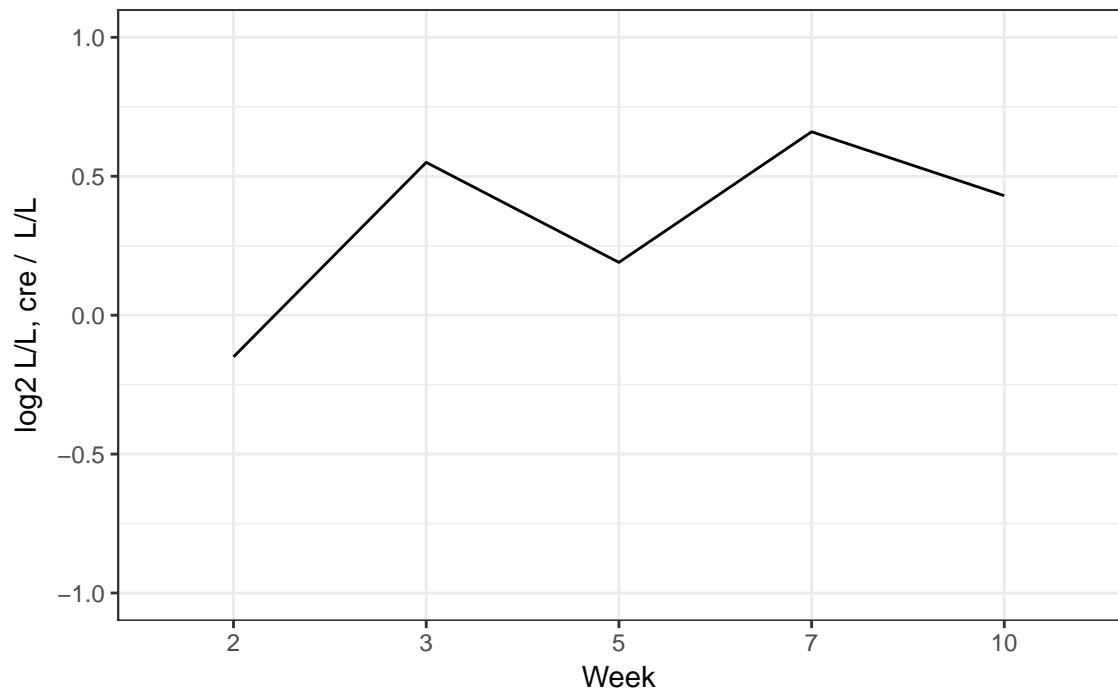

2310061I04RIK / B8JJ66; adj.p value: 0.00047

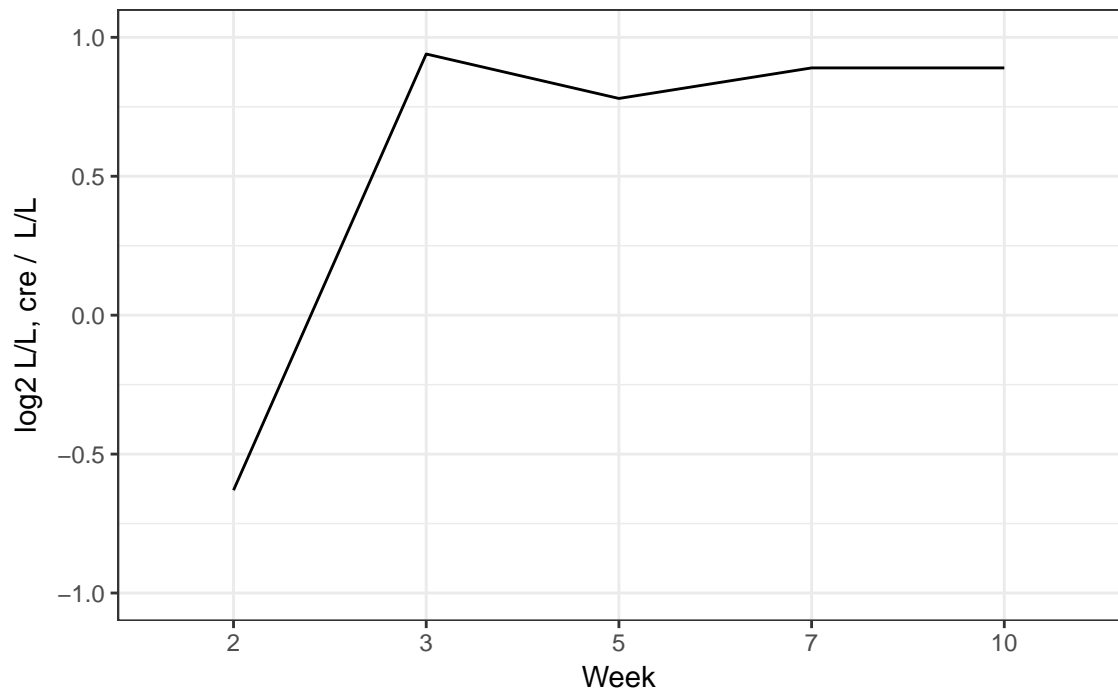

9030617O03RIK / E9QMK9; adj.p value: 6e-05

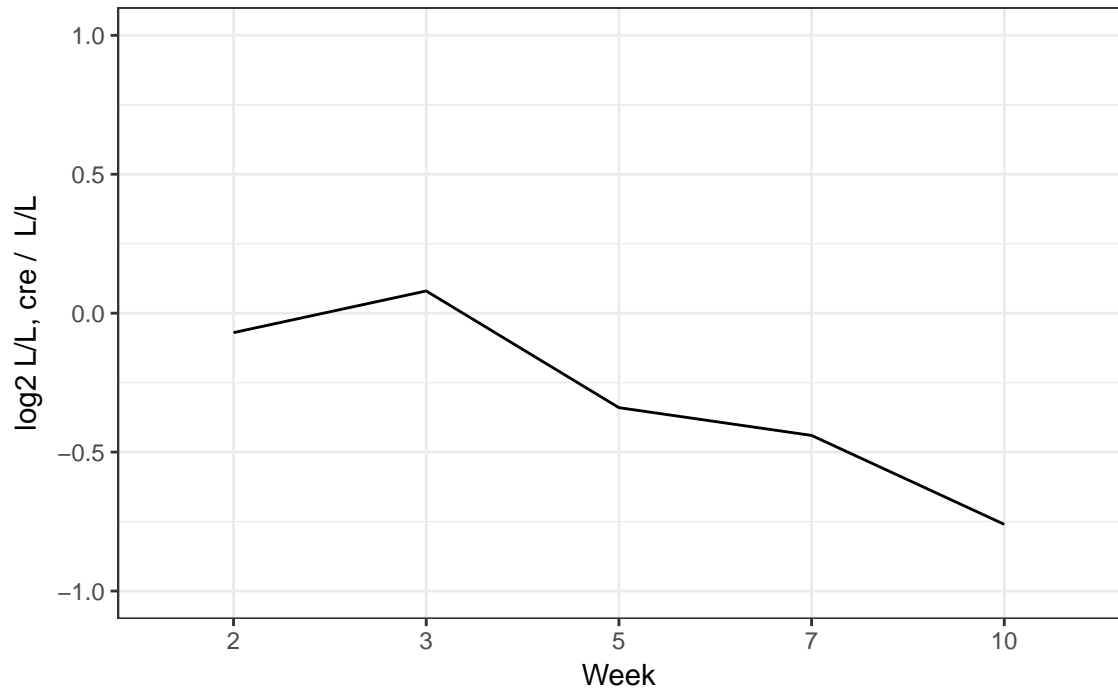

AARS2 / Q14CH7; adj.p value: 2e-05

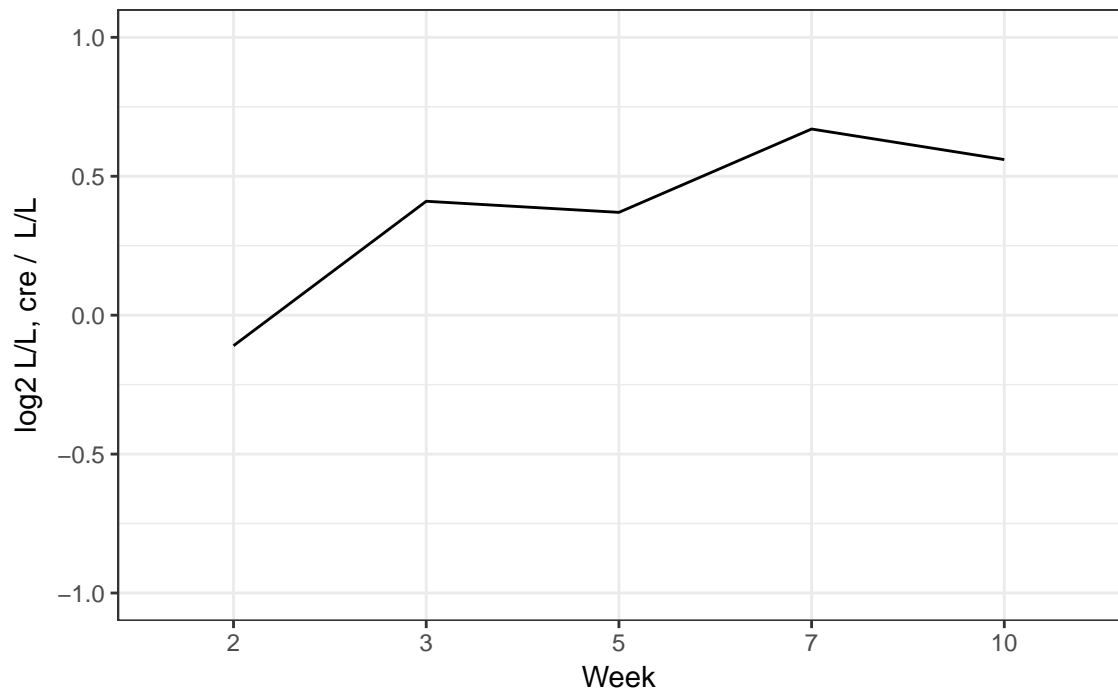

ABAT / P61922; adj.p value: 0.09005

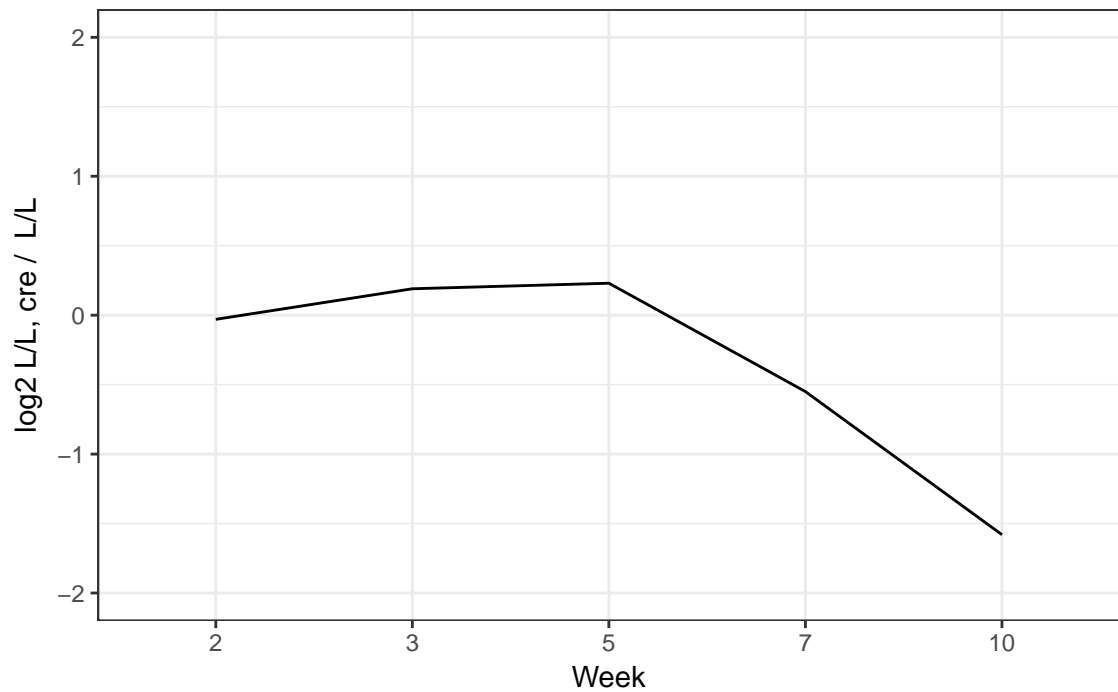

ABCB10 / Q9JI39; adj.p value: 0.04778

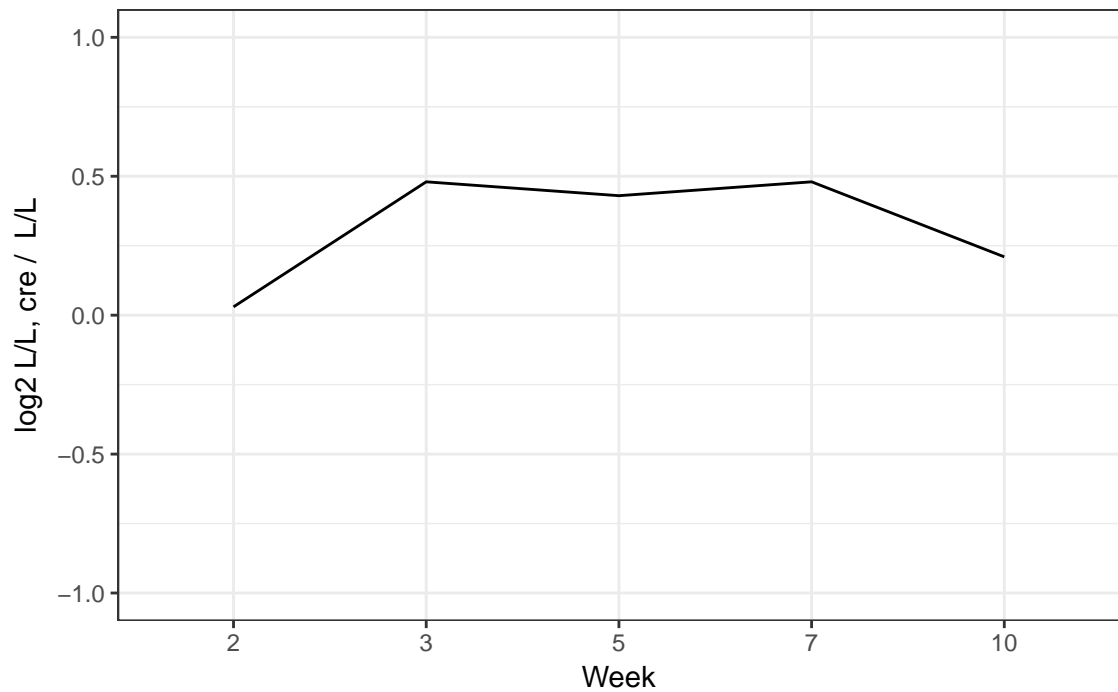

ABCB7 / Q61102; adj.p value: 0.00075

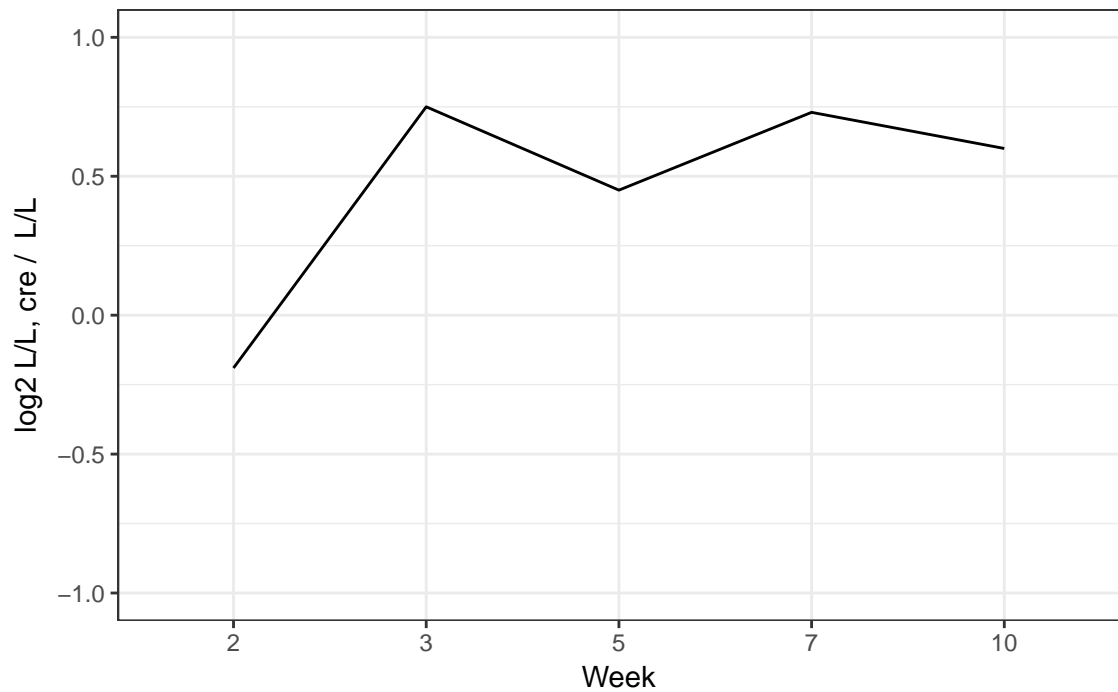

ABCB8 / Q9CXJ4; adj.p value: 0.06638

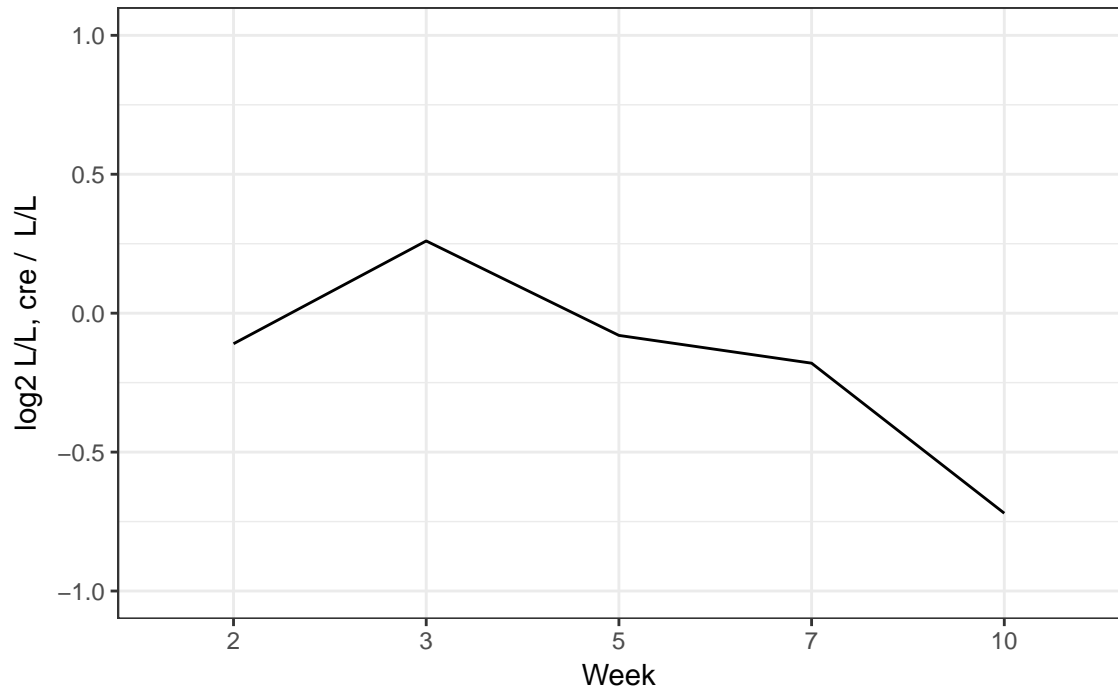

ABCD3 / A0A0G2JDI9; adj.p value: 0.2161

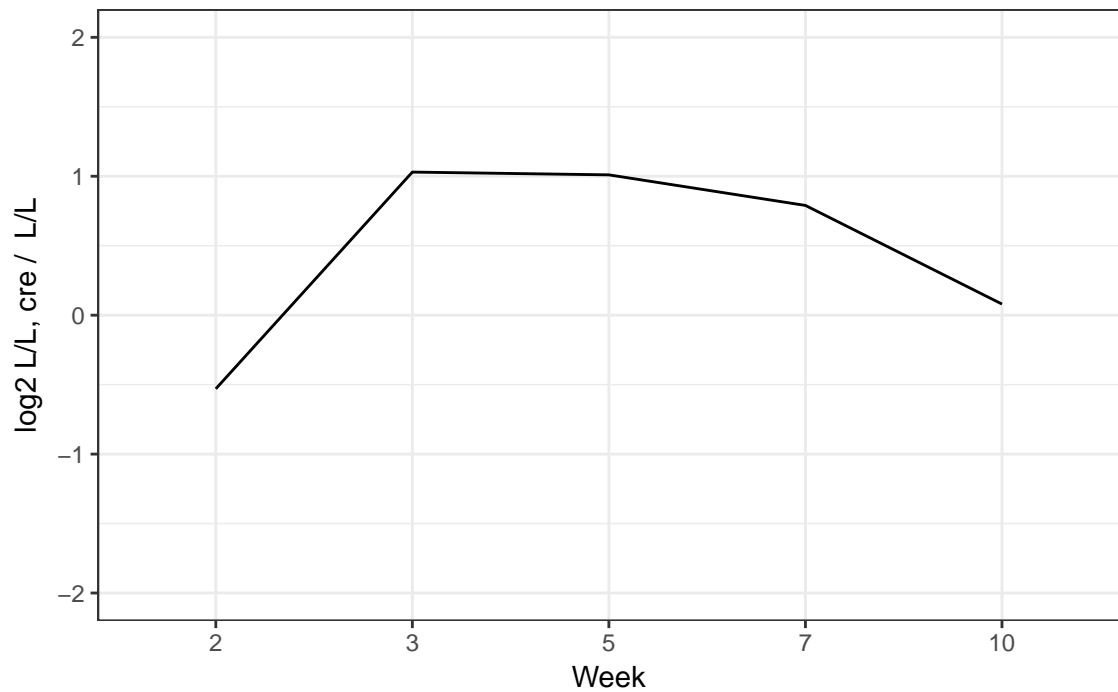

ABHD10 / Q6PE15; adj.p value: 0.14067

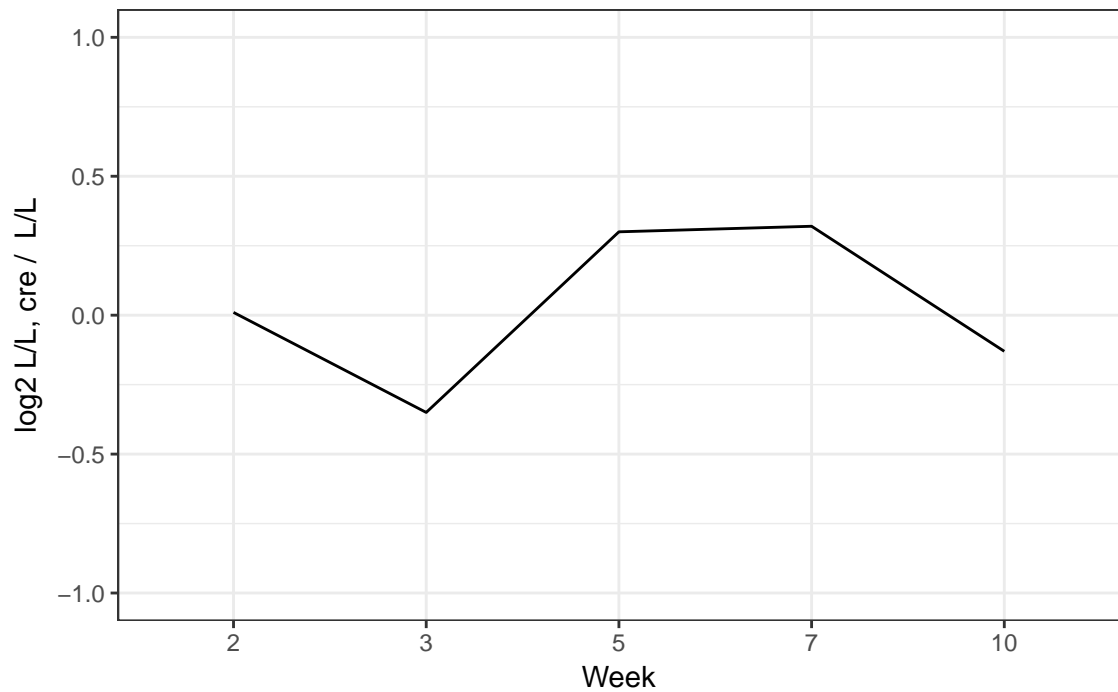

ABHD11 / Q8K4F5; adj.p value: 0.61409

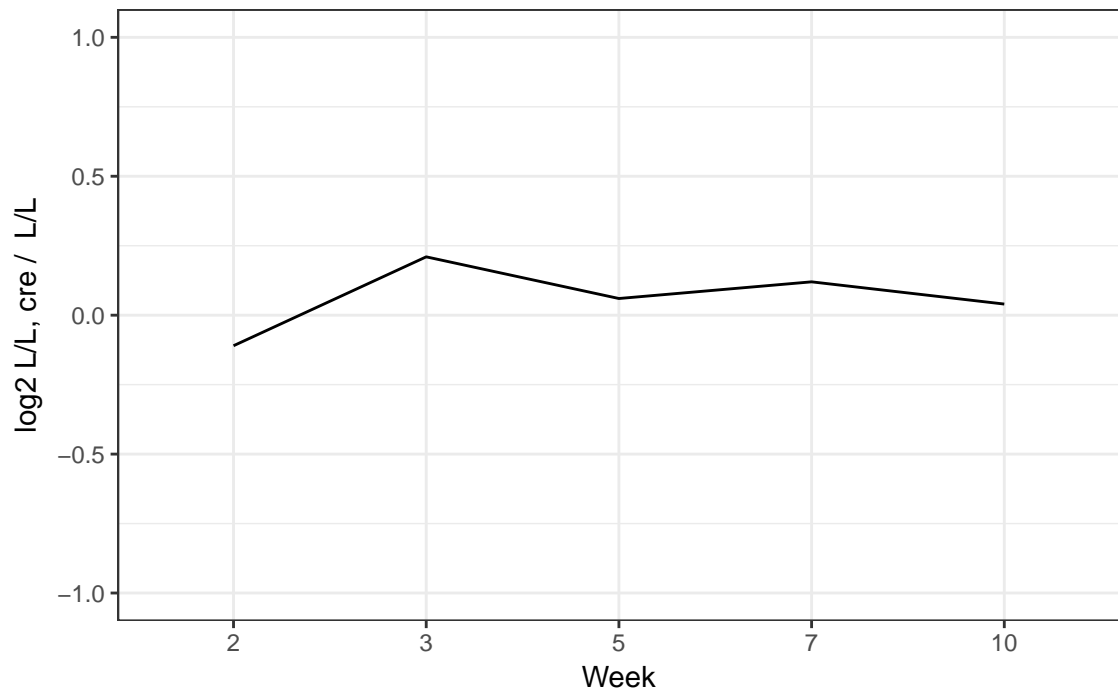

ACAA1A / Q921H8; adj.p value: 0.05131

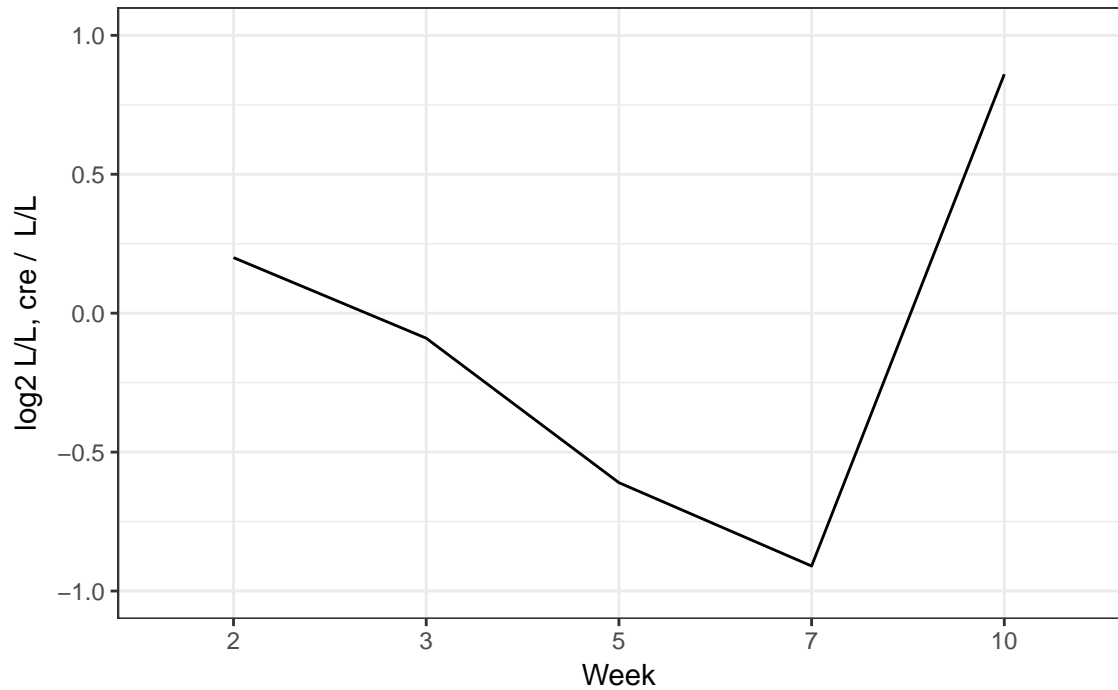

ACAA2 / Q8BWT1; adj.p value: 0.00028

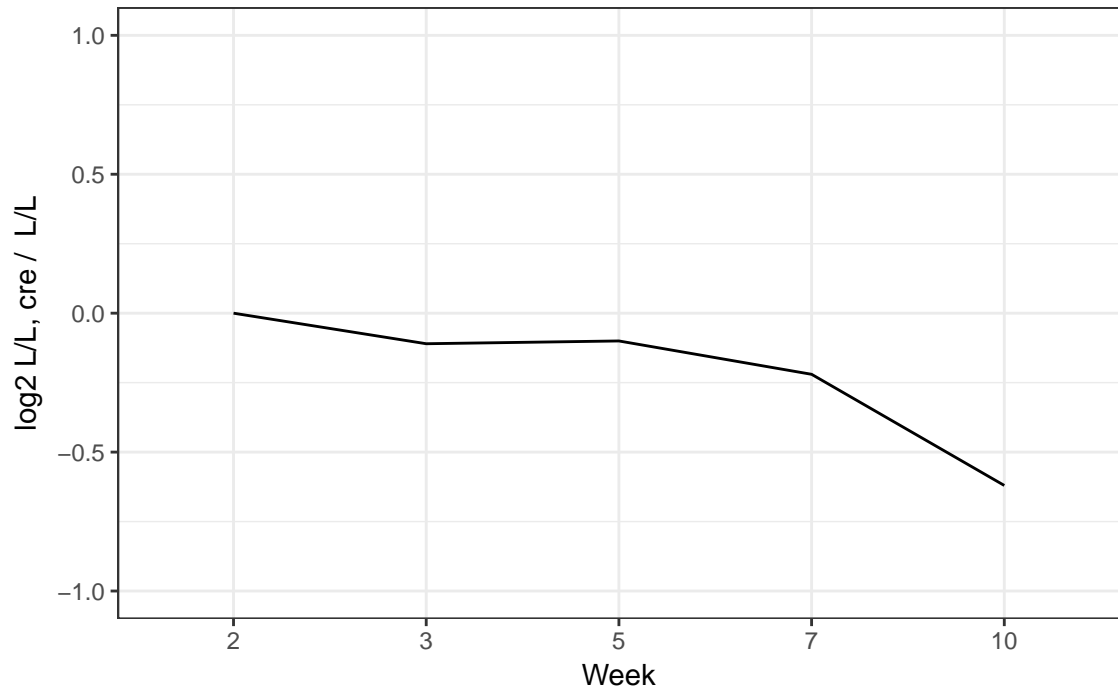

ACAD10 / Q8K370; adj.p value: 0.00169

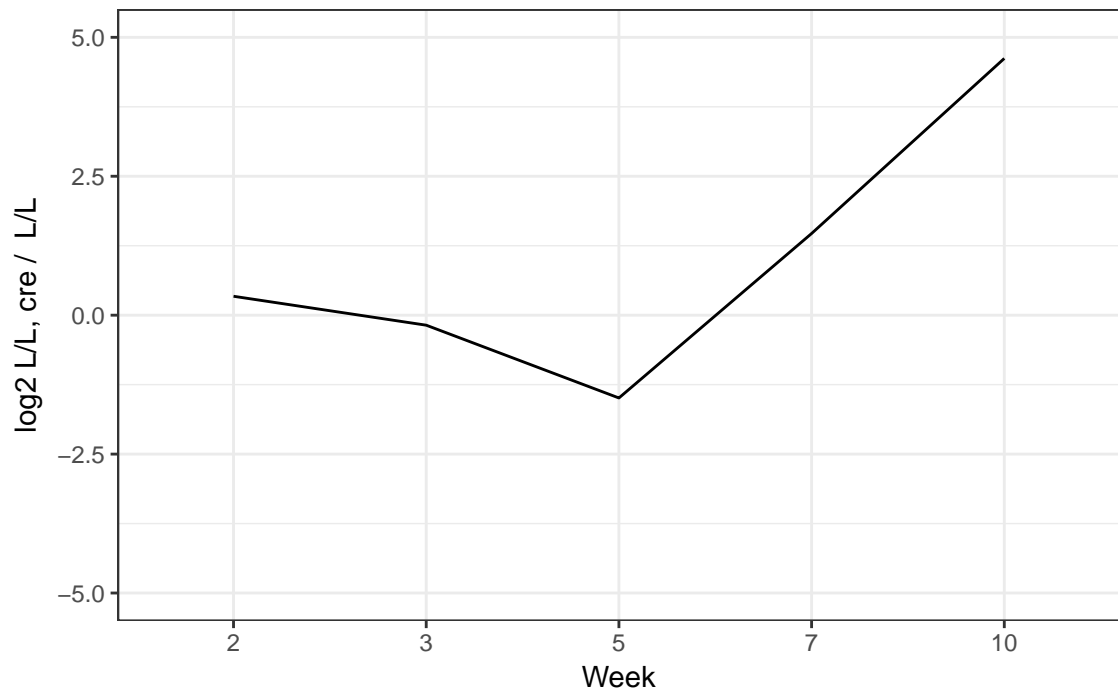

ACAD12 / D3Z7X0; adj.p value: 0.03186

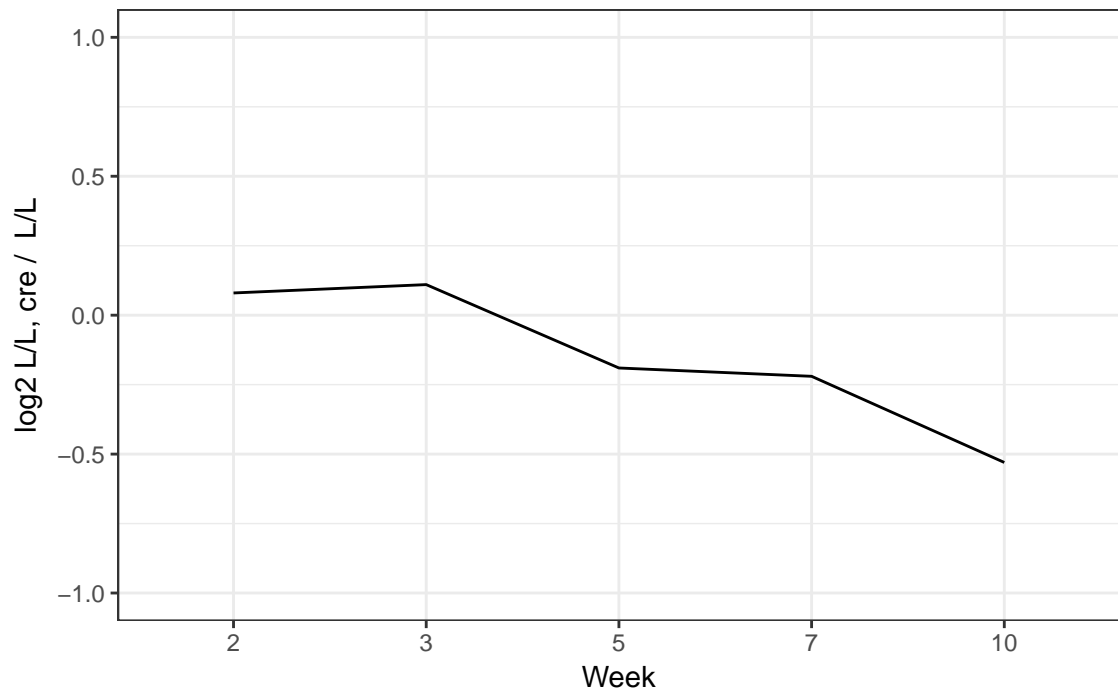

ACAD8 / Q9D7B6; adj.p value: 0.00027

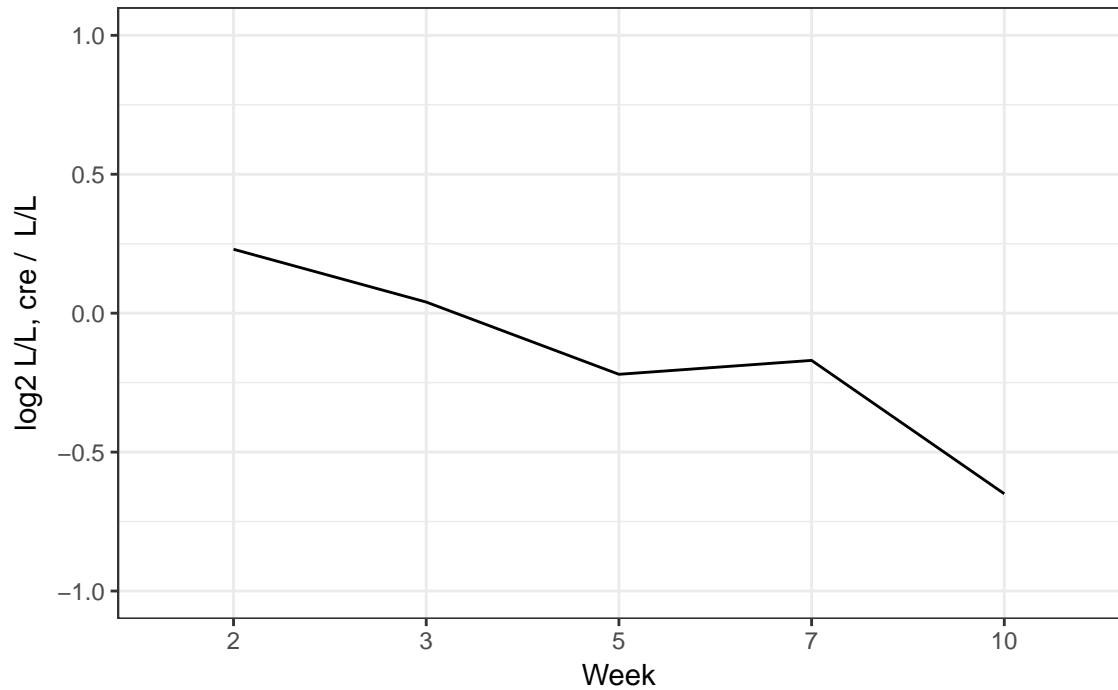

ACAD9 / Q8JZN5; adj.p value: 0.14551

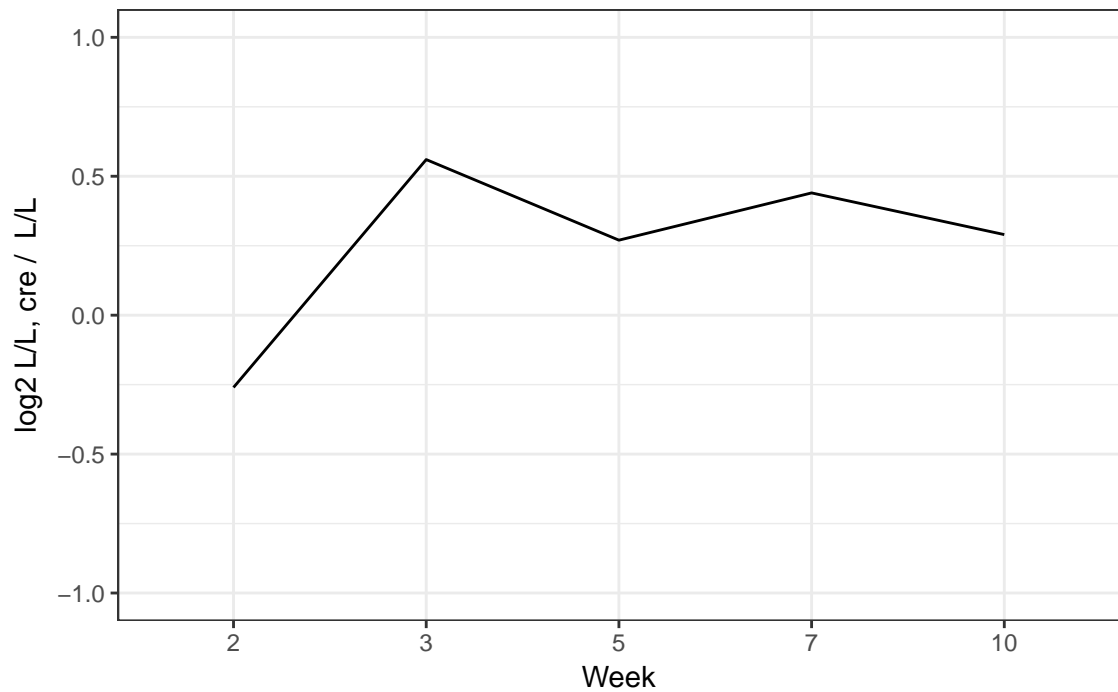

ACADL / P51174; adj.p value: 0.31815

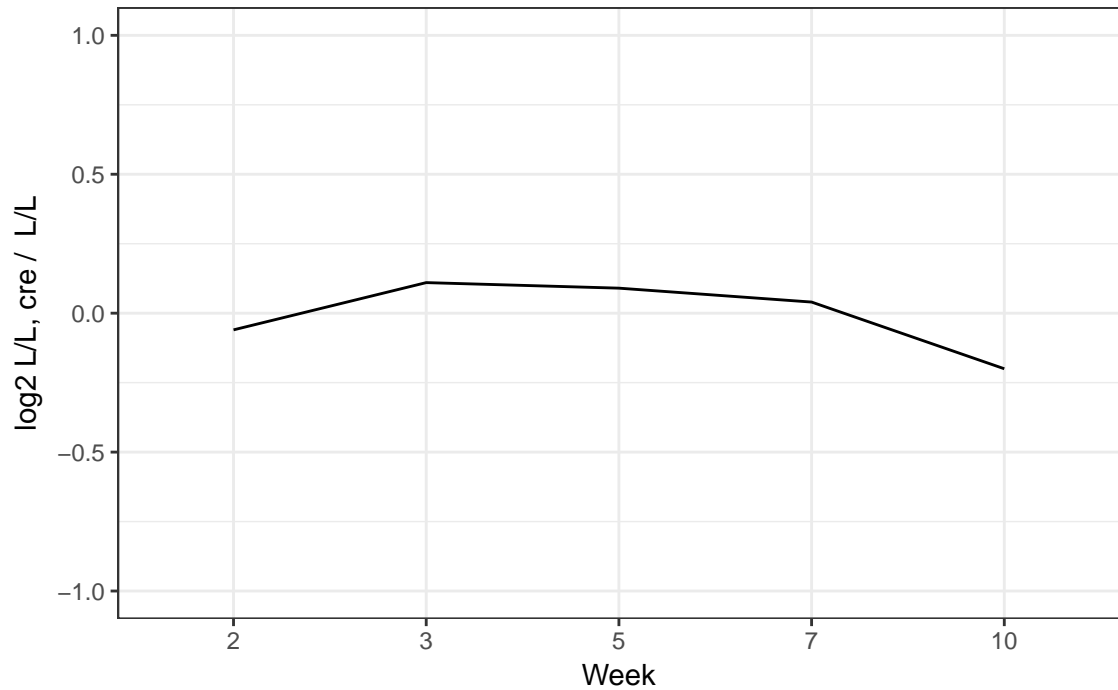

ACADM / P45952; adj.p value: 0.00068

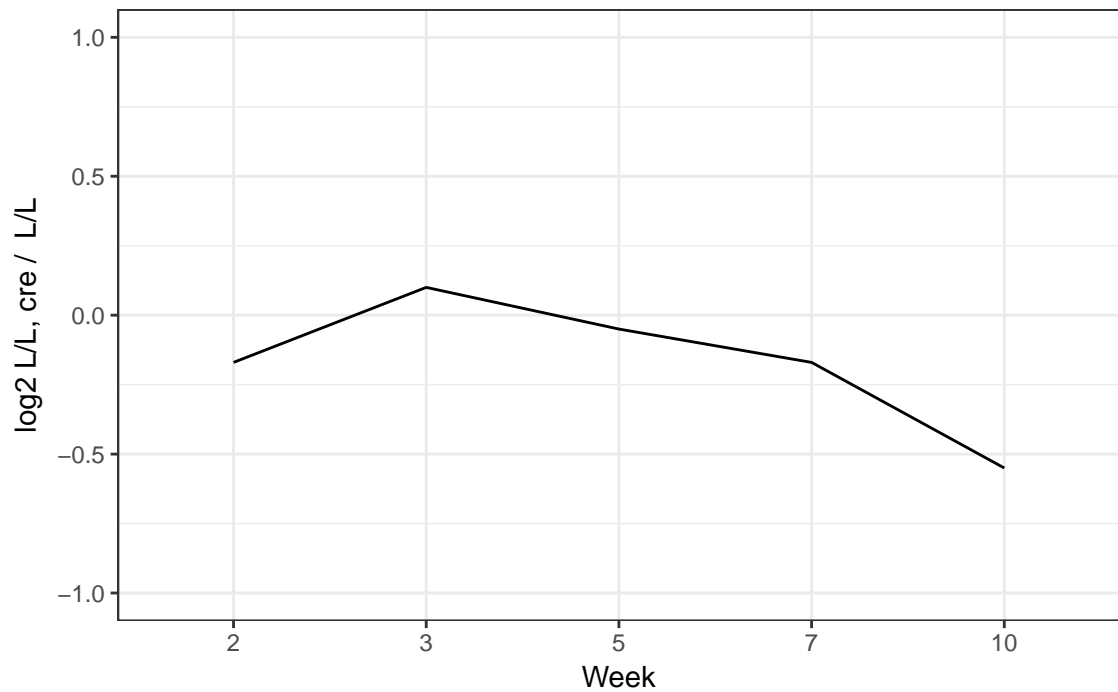

ACADS / Q07417; adj.p value: 0.14374

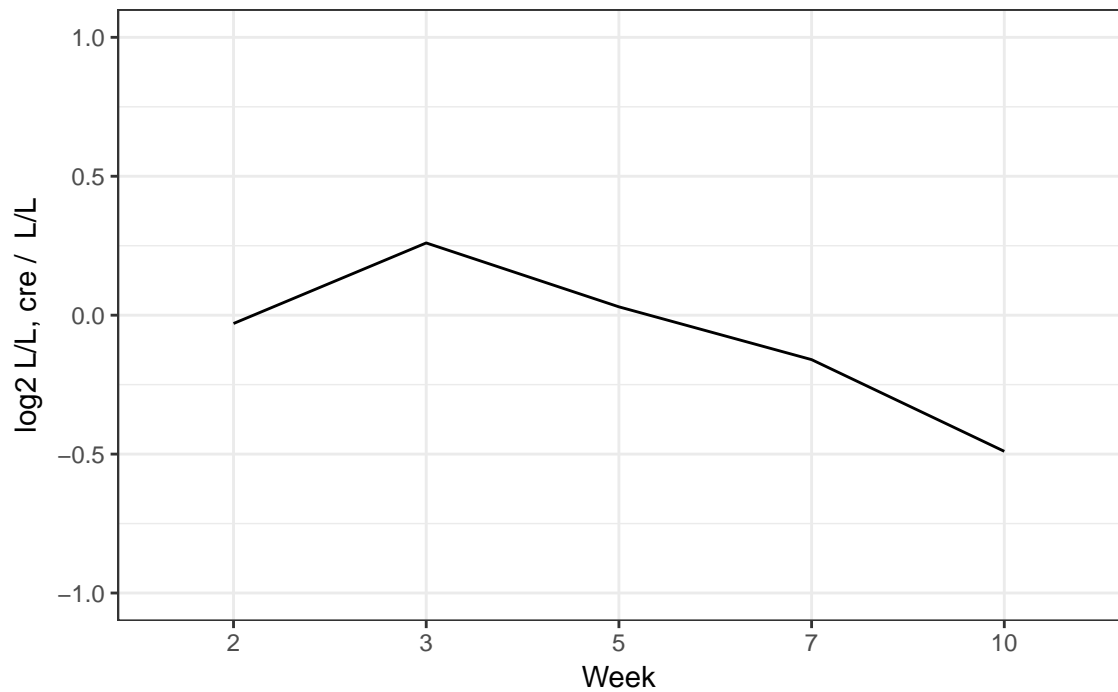

ACADSB / Q9DBL1; adj.p value: 0.03859

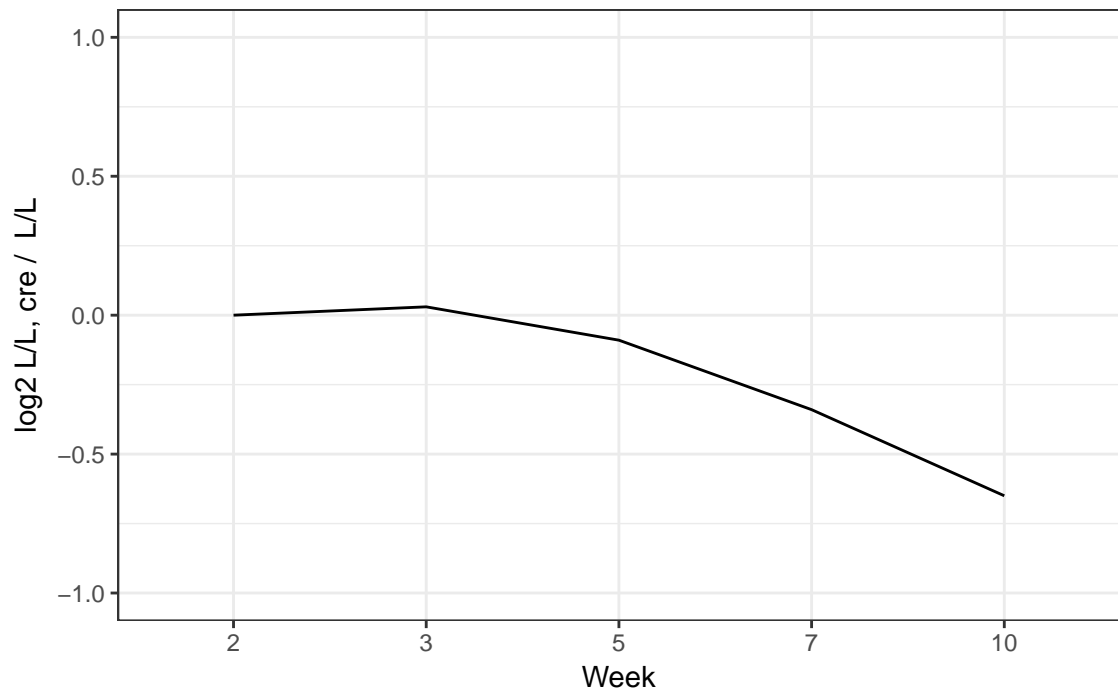

ACADV L / P50544; adj.p value: 0.00022

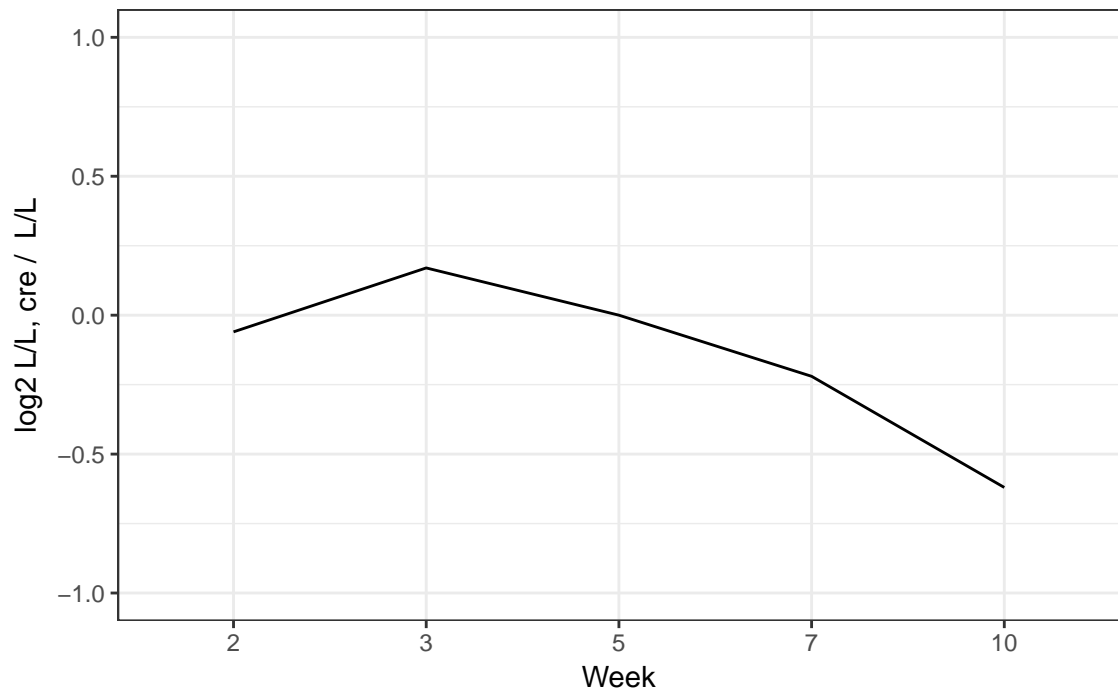

ACAT1 / Q8QZT1; adj.p value: 1e-05

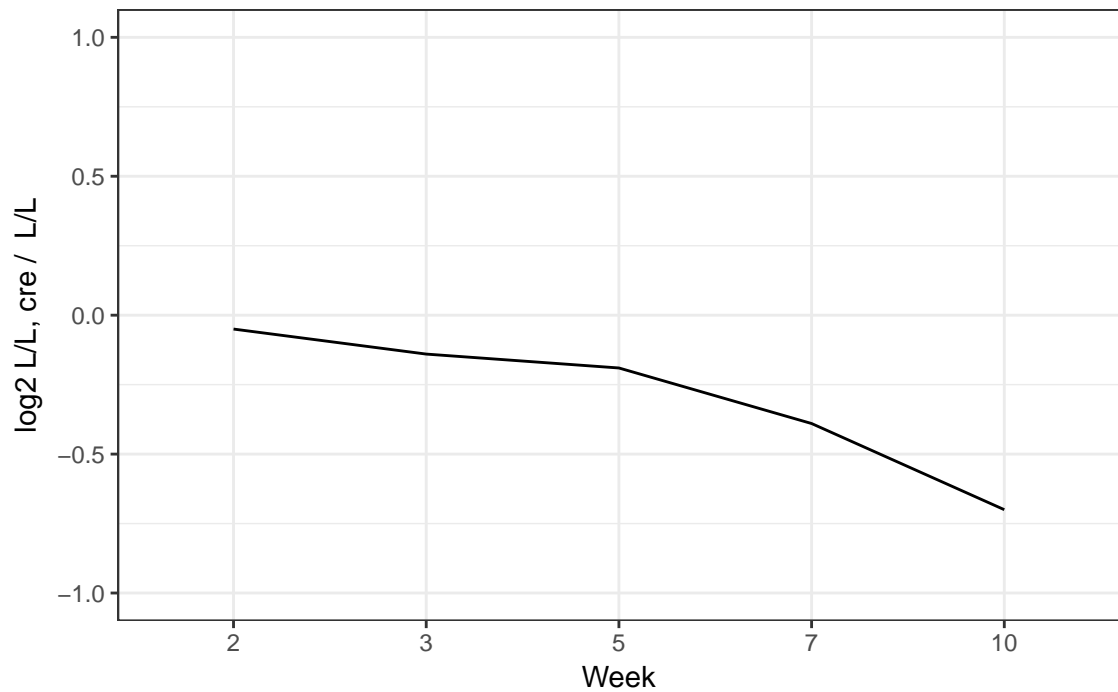

ACN9 / Q8BQU3; adj.p value: 0.11858

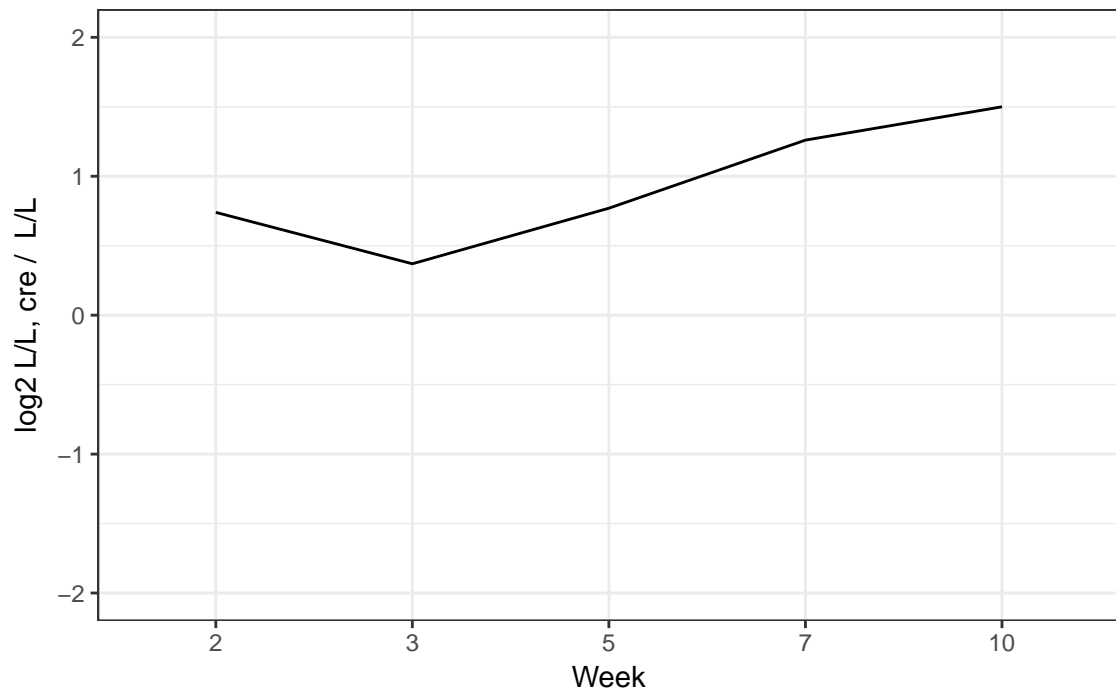

ACO2 / Q99KI0; adj.p value: 0.15081

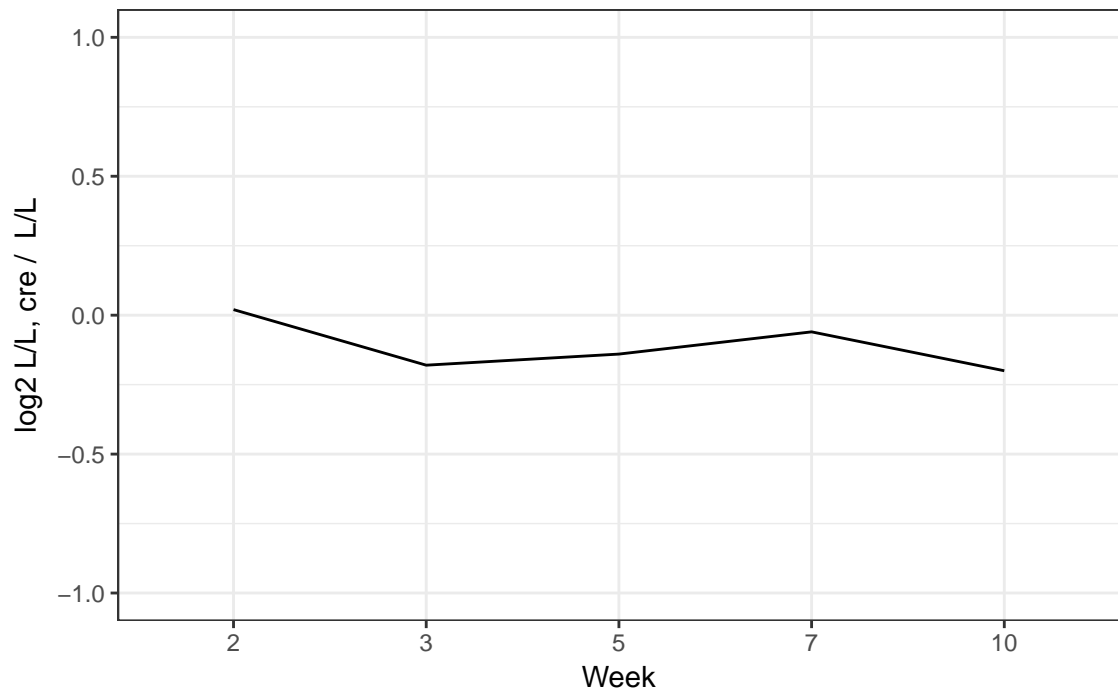

ACOT13 / Q9CQR4; adj.p value: 0.08899

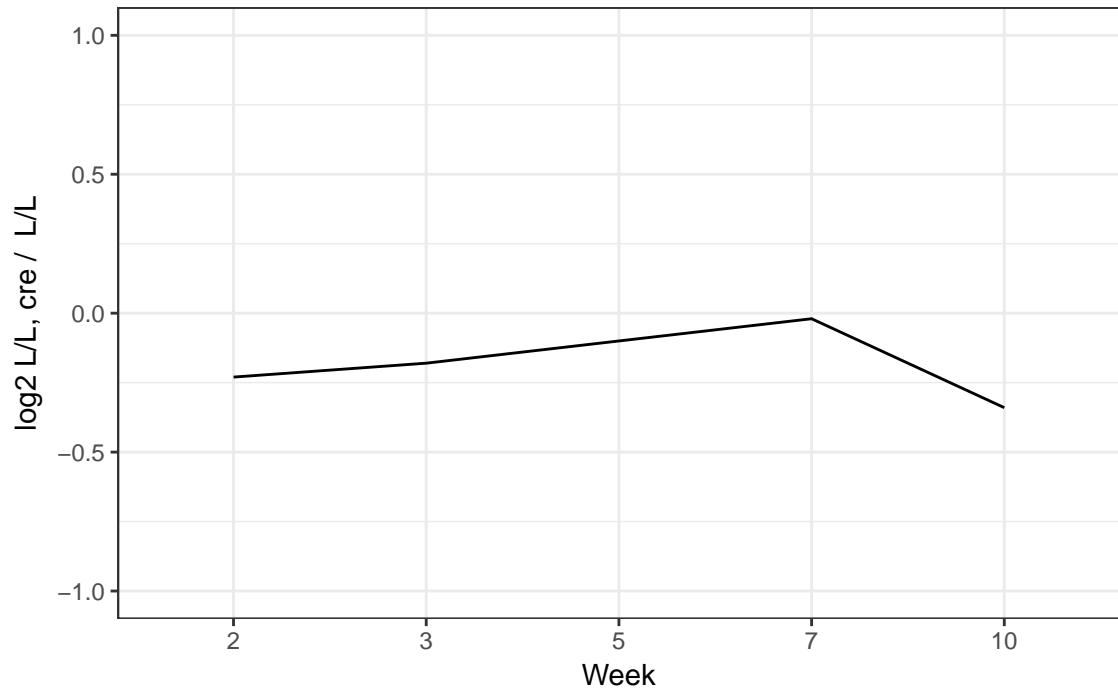

ACOT2 / Q9QYR9; adj.p value: 0

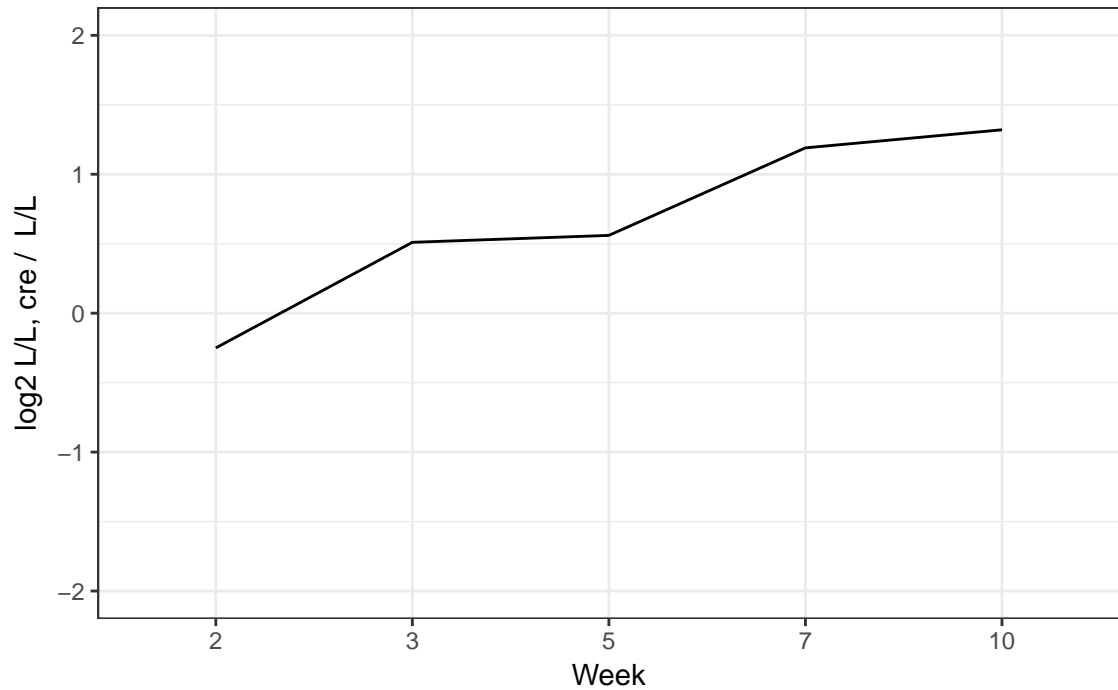

ACOT9 / Q9R0X4; adj.p value: 0

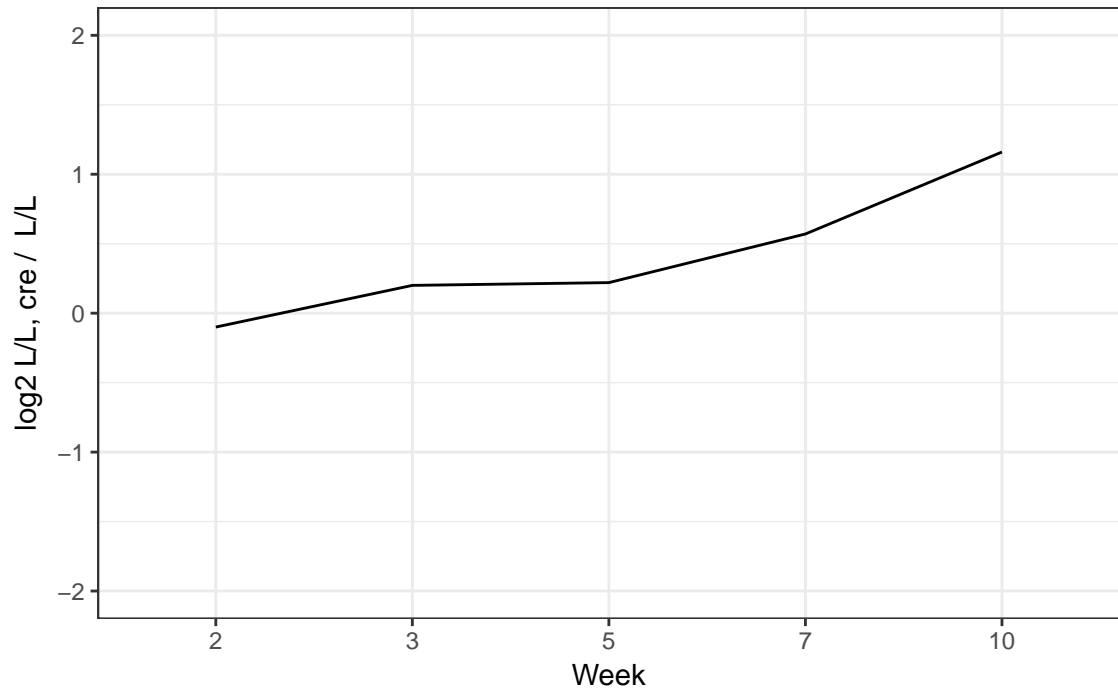

ACOX1 / Q9R0H0-2; adj.p value: 0.21265

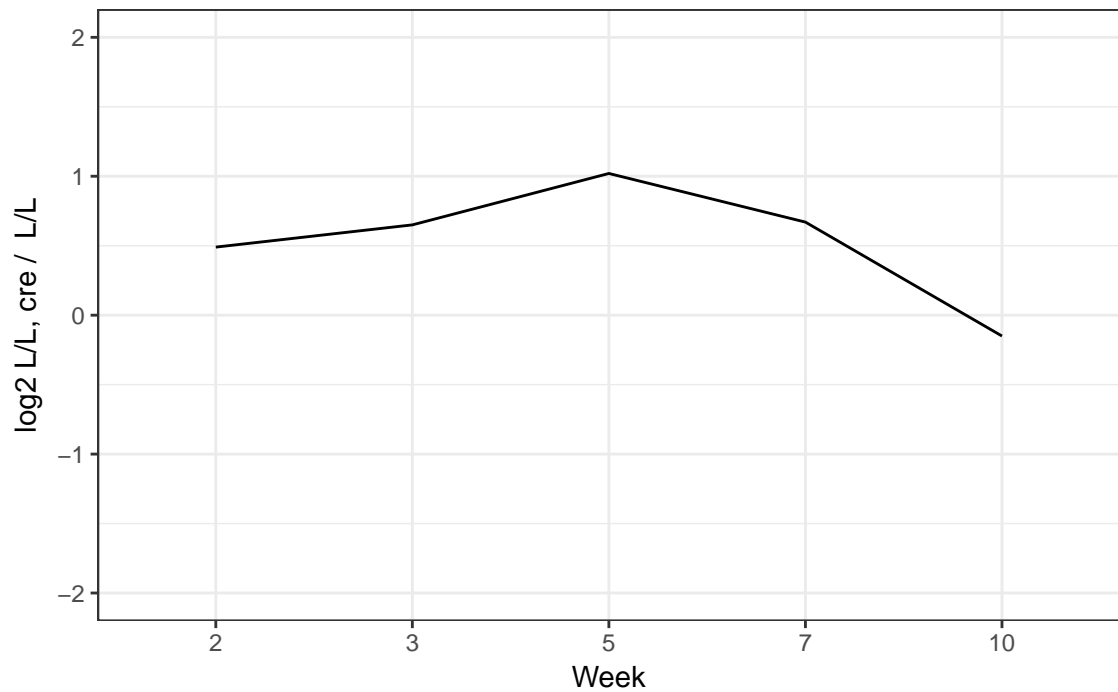

ACP6 / Q8BP40; adj.p value: 0.47125

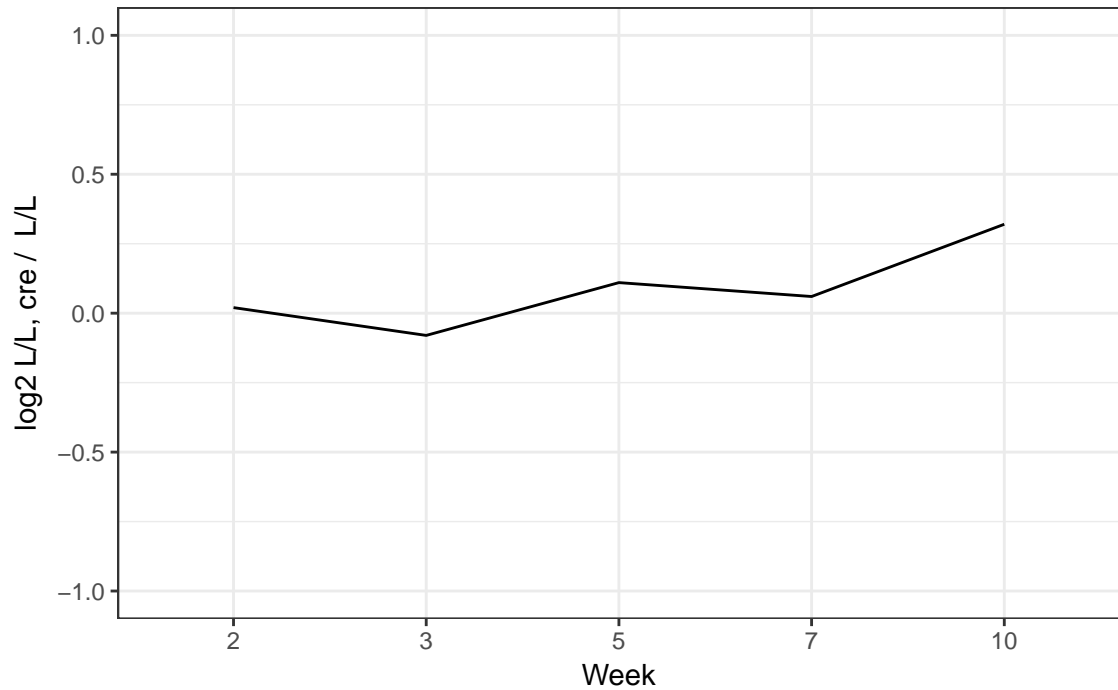

ACSF2 / Q8VCW8; adj.p value: 0

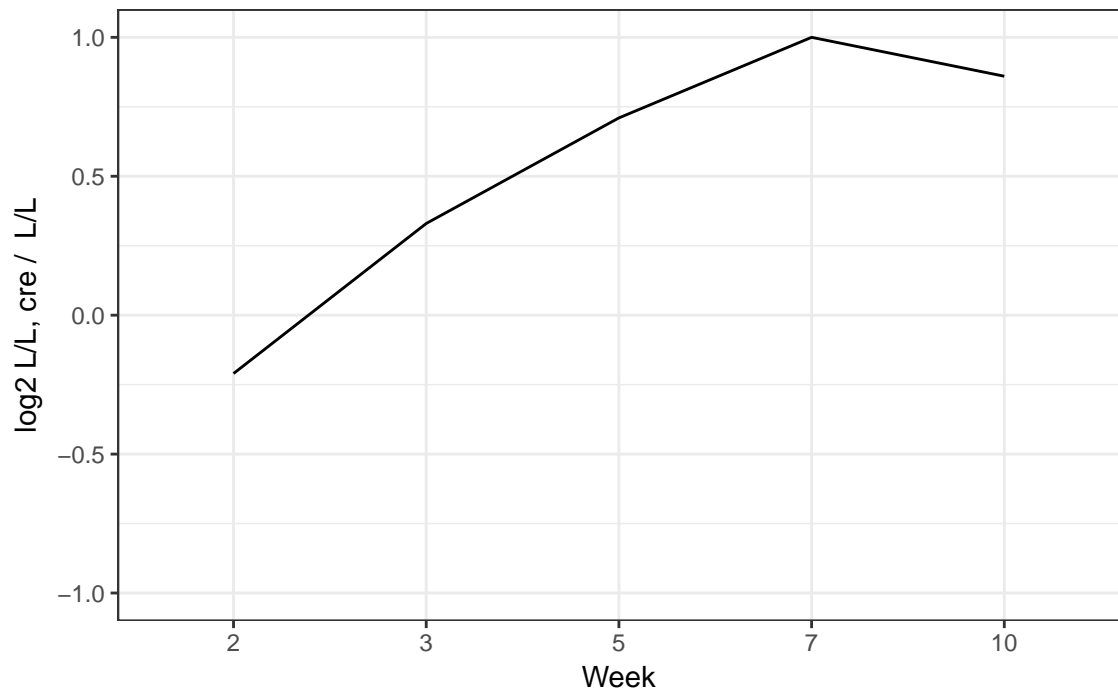

ACSF3 / Q3URE1; adj.p value: 0.1807

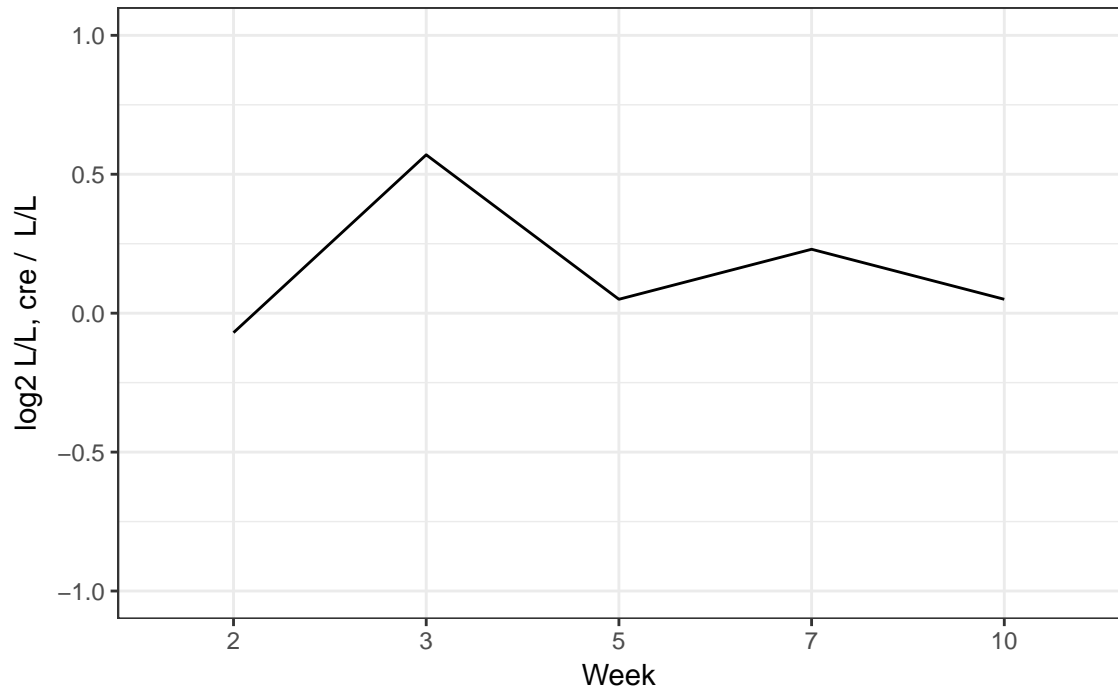

ACSL1 / P41216; adj.p value: 0.00514

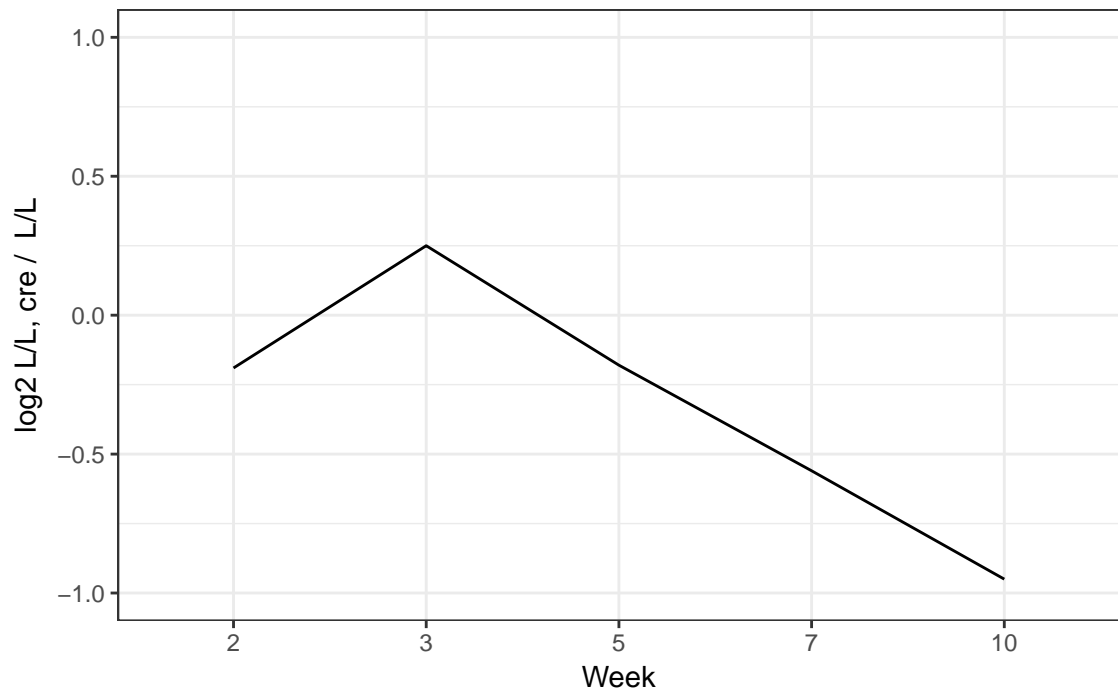

ACSS1 / Q99NB1; adj.p value: 0.7976

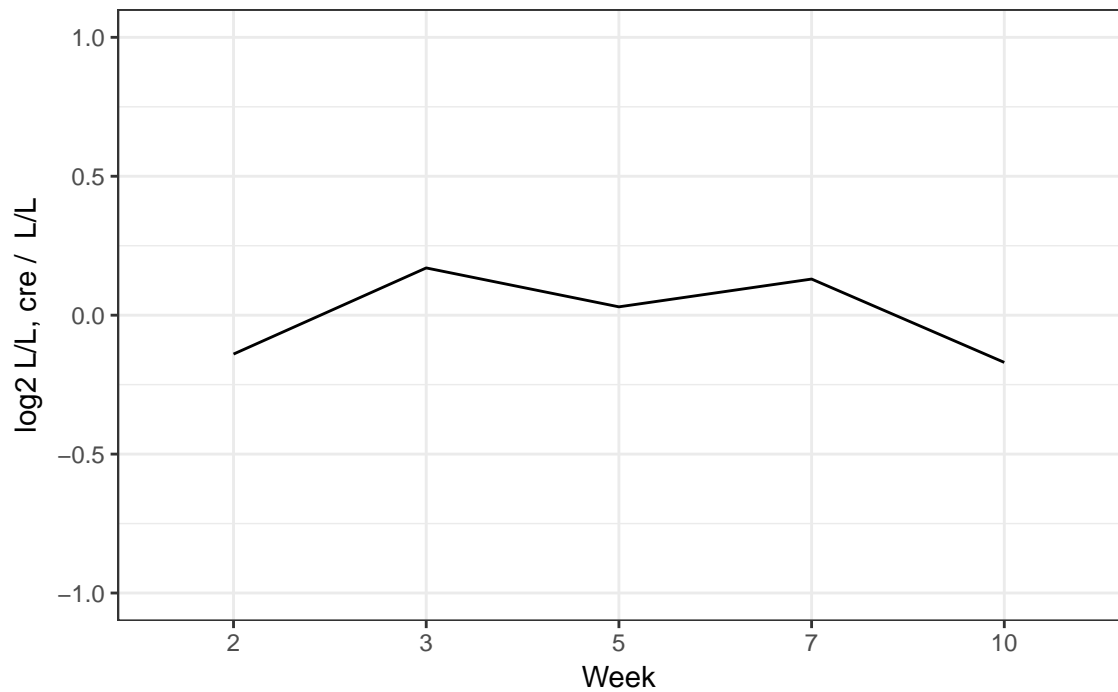

ACYP2 / P56375; adj.p value: 0.89515

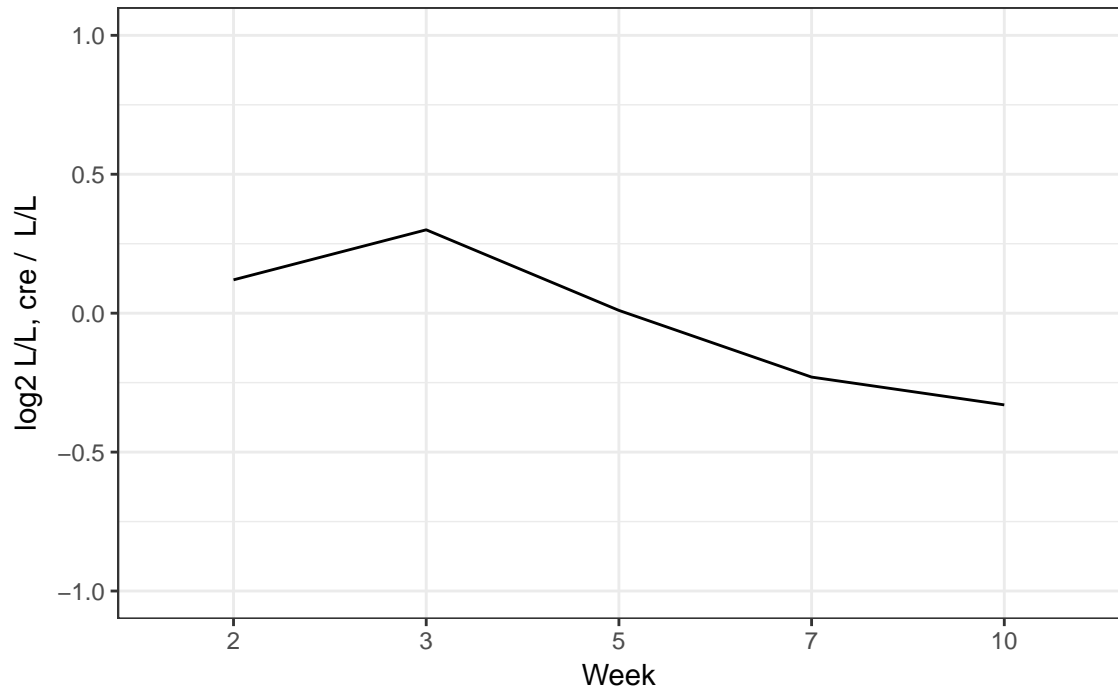

ADCK1 / Q9D0L4; adj.p value: 0.03087

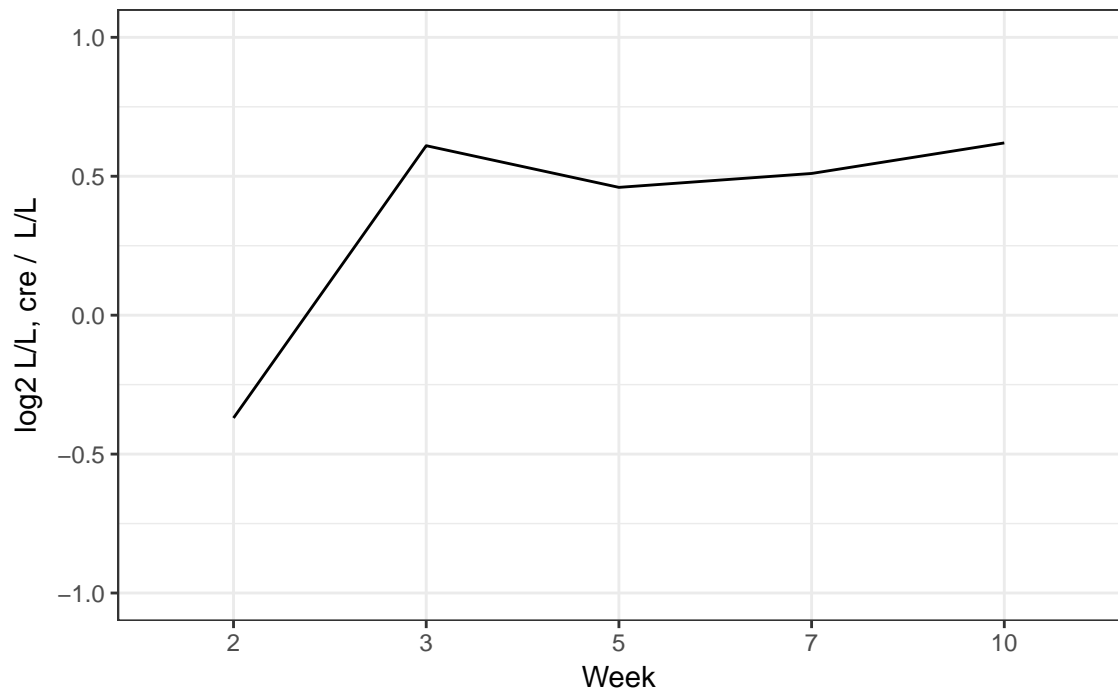

ADCK3 / Q60936; adj.p value: 0

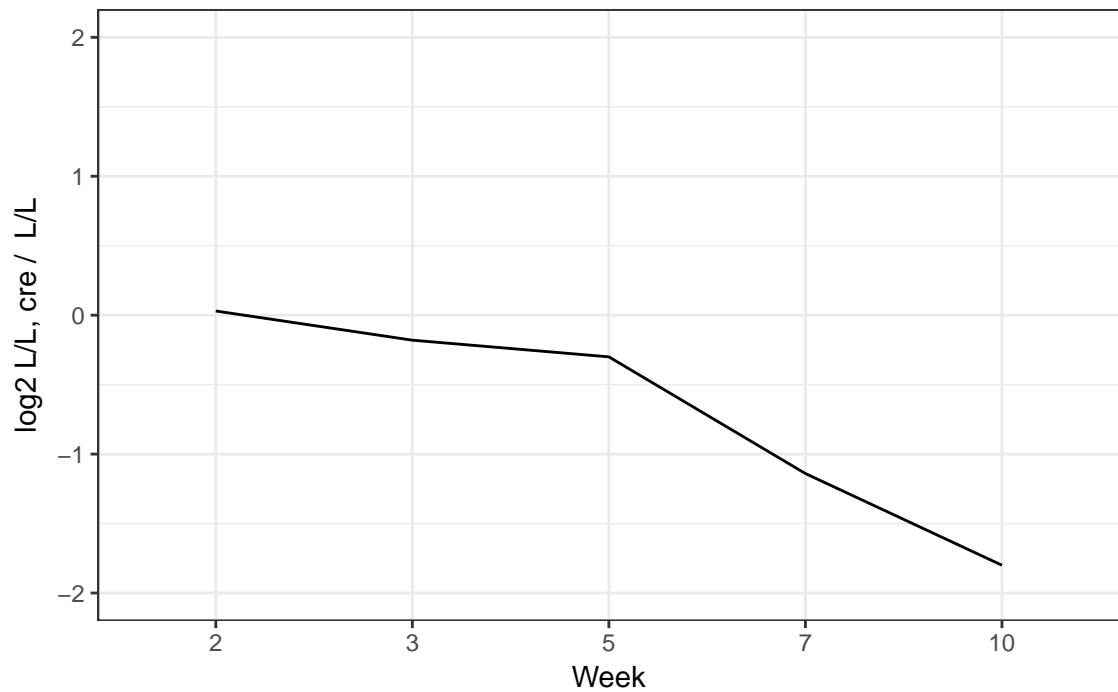

ADCK4 / E9QLB8; adj.p value: 0.04608

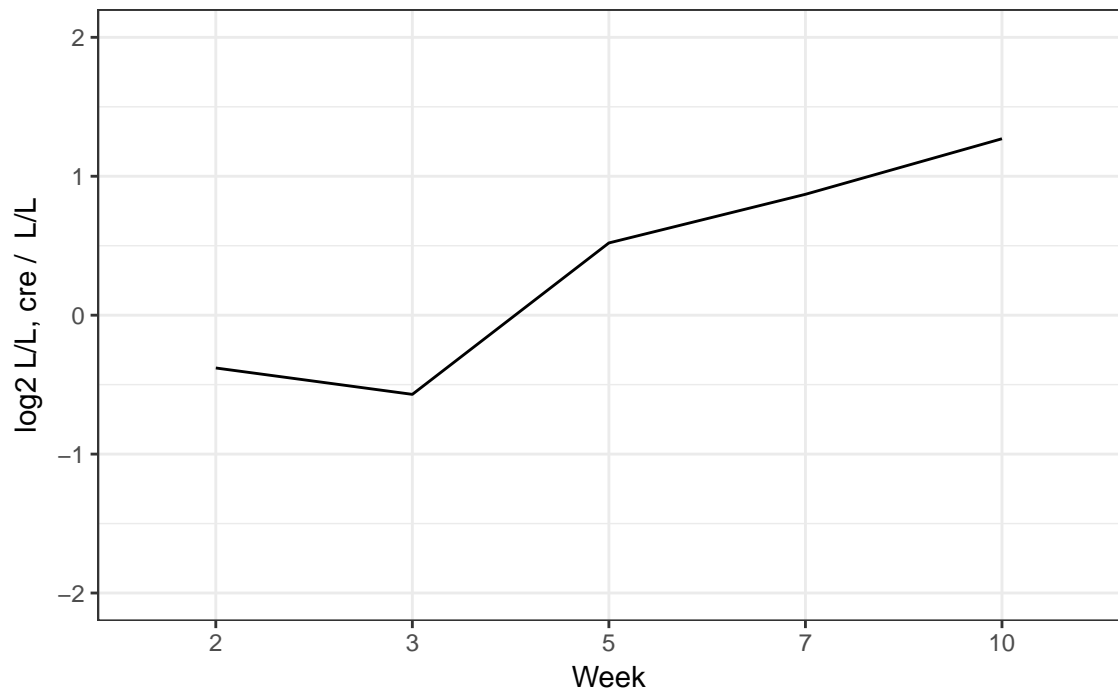

ADHFE1 / A0A087WRE7; adj.p value: 0.2729

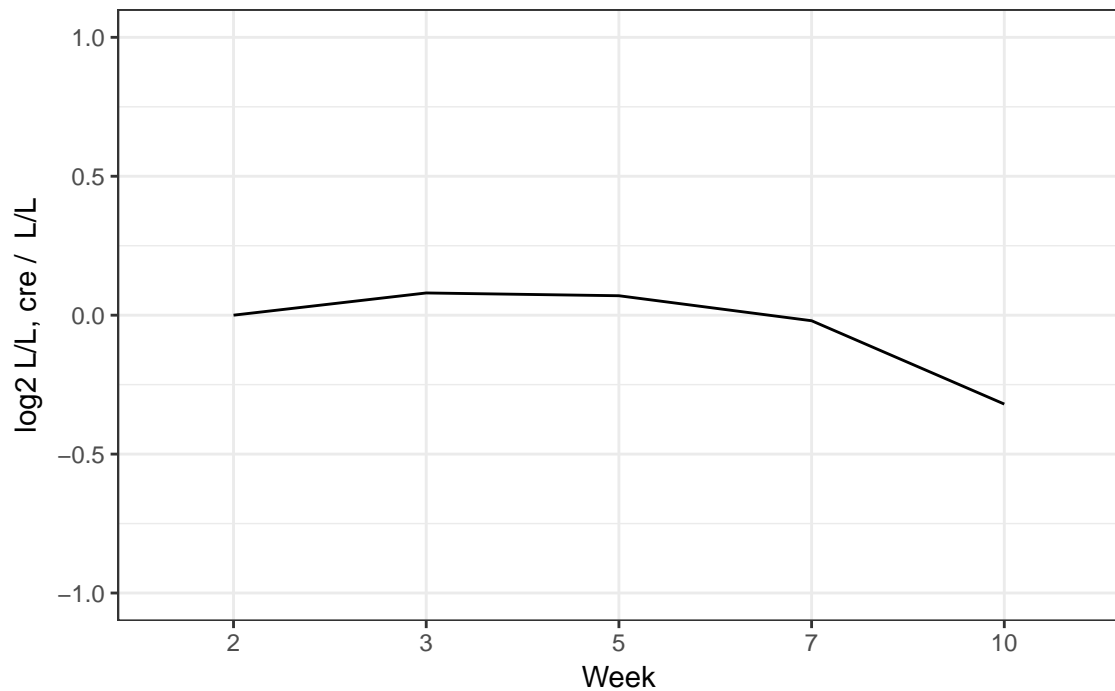

AFG3L1 / Q920A7; adj.p value: 0

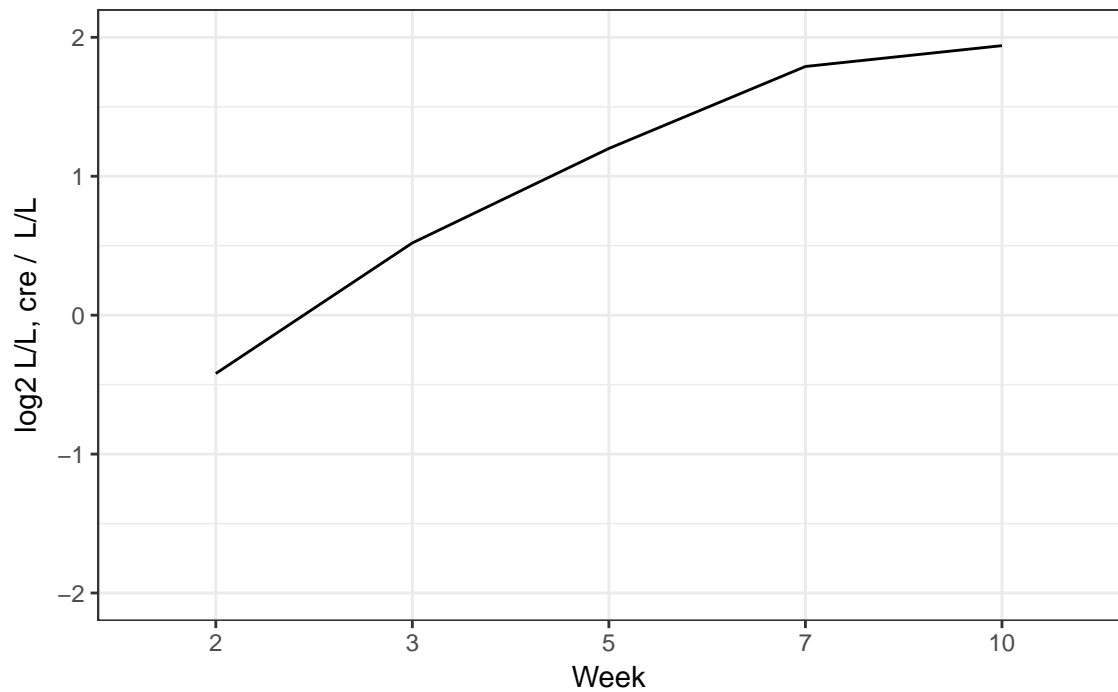

AFG3L2 / Q8JZQ2; adj.p value: 0

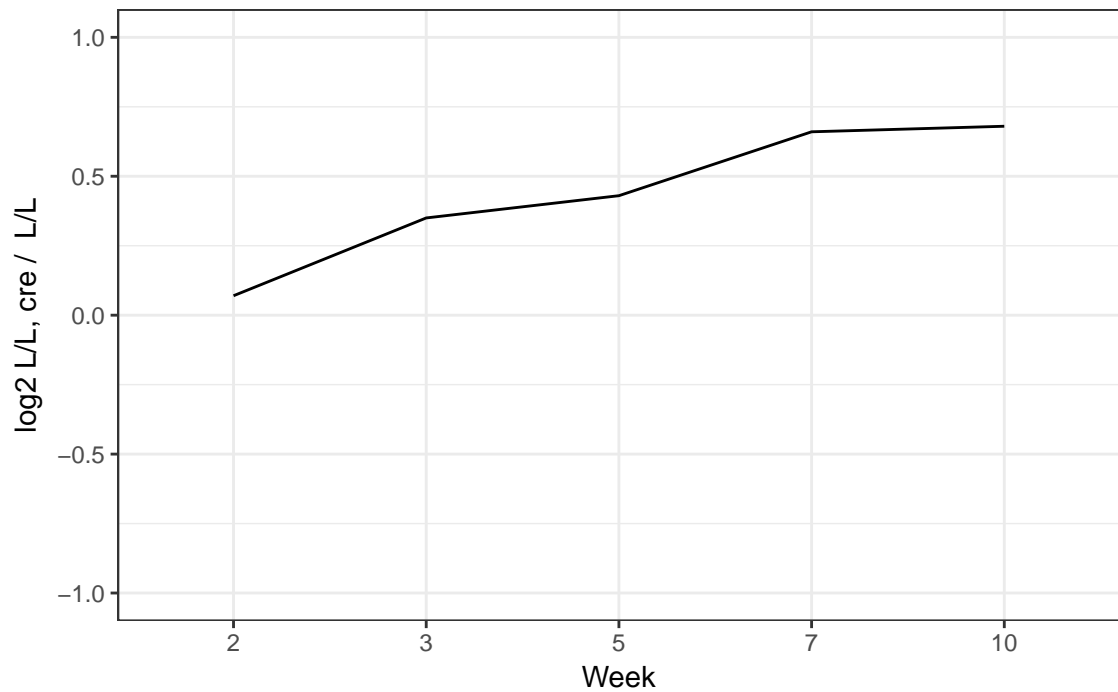

AGK / Q9ESW4; adj.p value: 0.18375

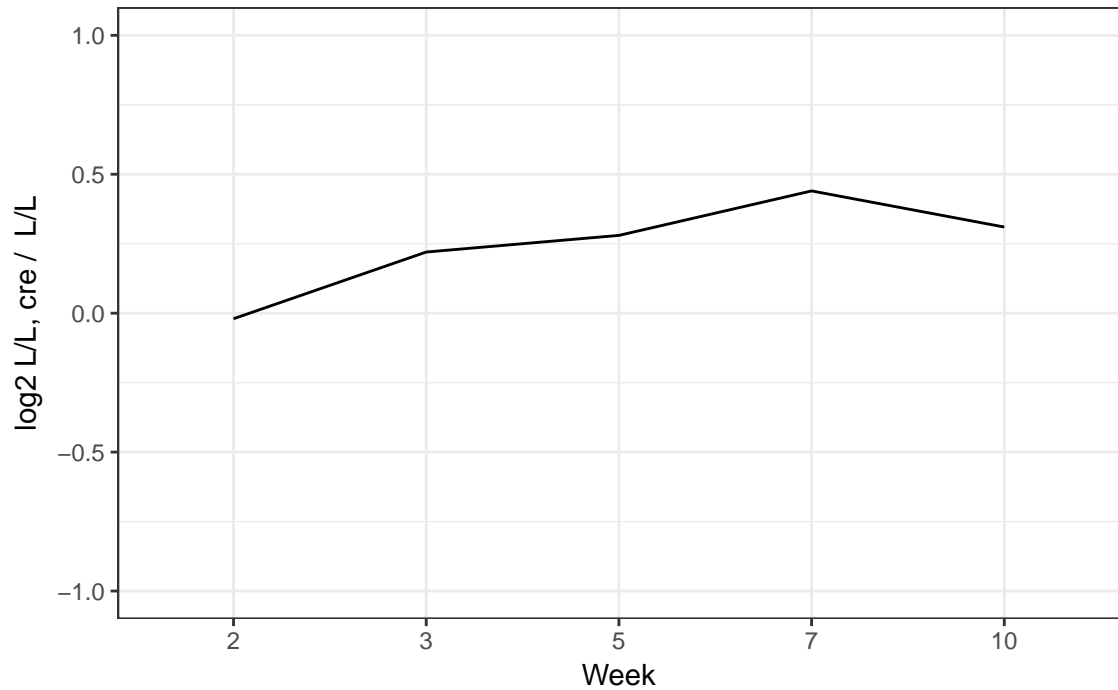

AIFM1 / Q9Z0X1; adj.p value: 0.23245

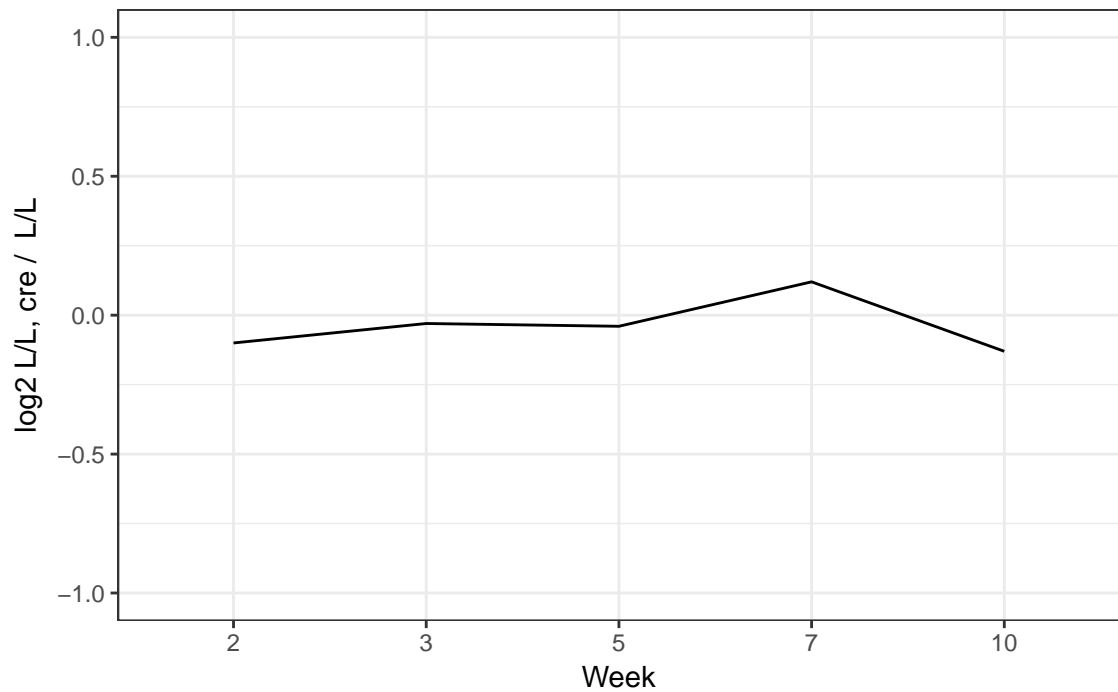

AK157302 / I3ITR1; adj.p value: 0.04638

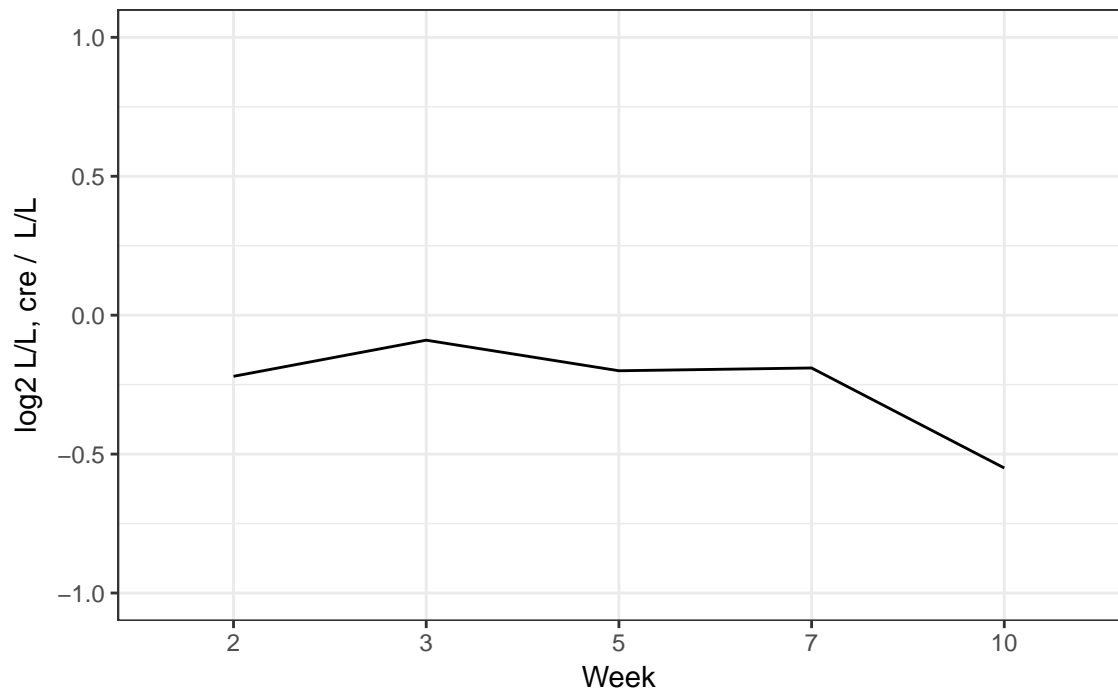

AK2 / Q9WTP6-2; adj.p value: 0.00078

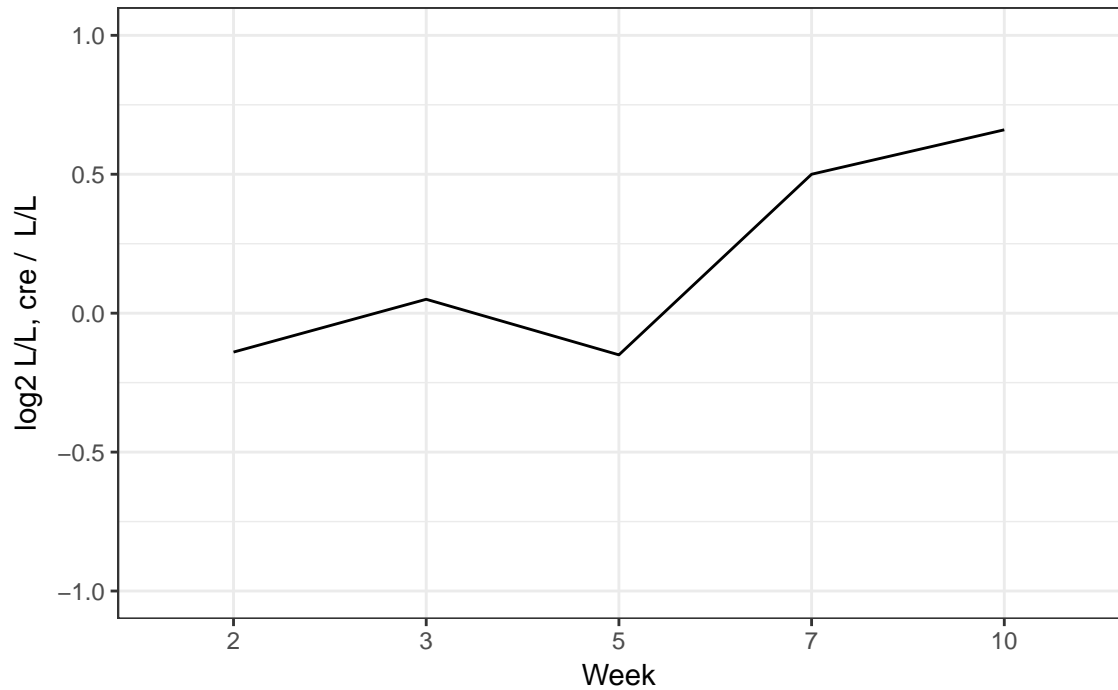

AK3 / Q9WTP7; adj.p value: 0.08518

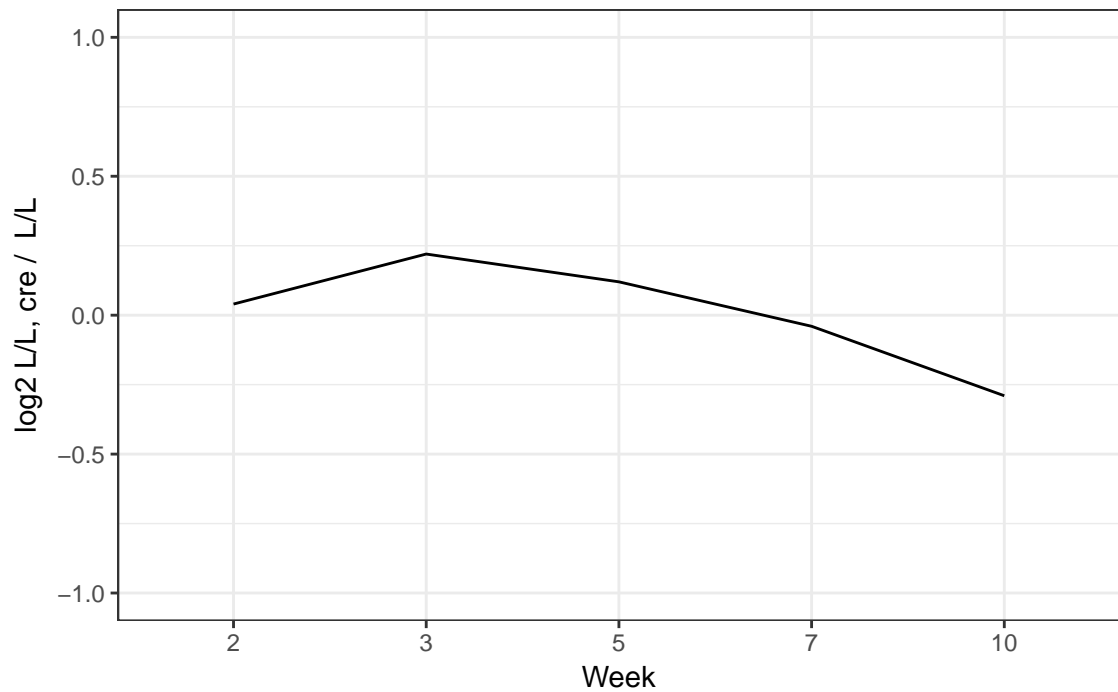

AK4 / Q9WUR9; adj.p value: 2e-05

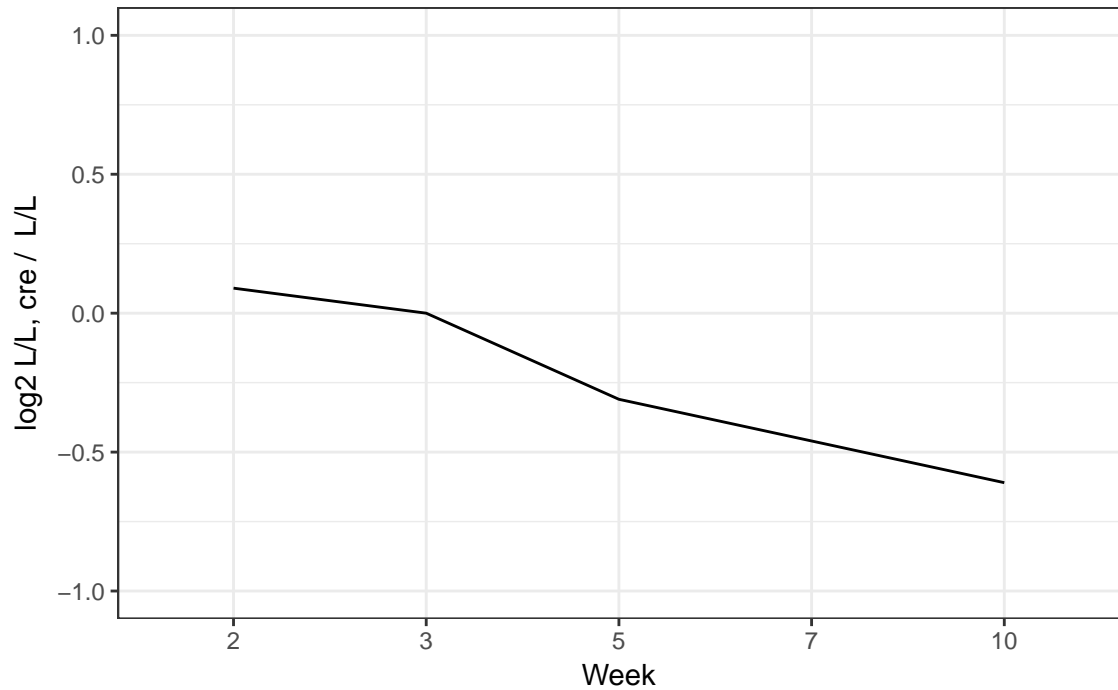

AKAP1 / O08715; adj.p value: 0.9356

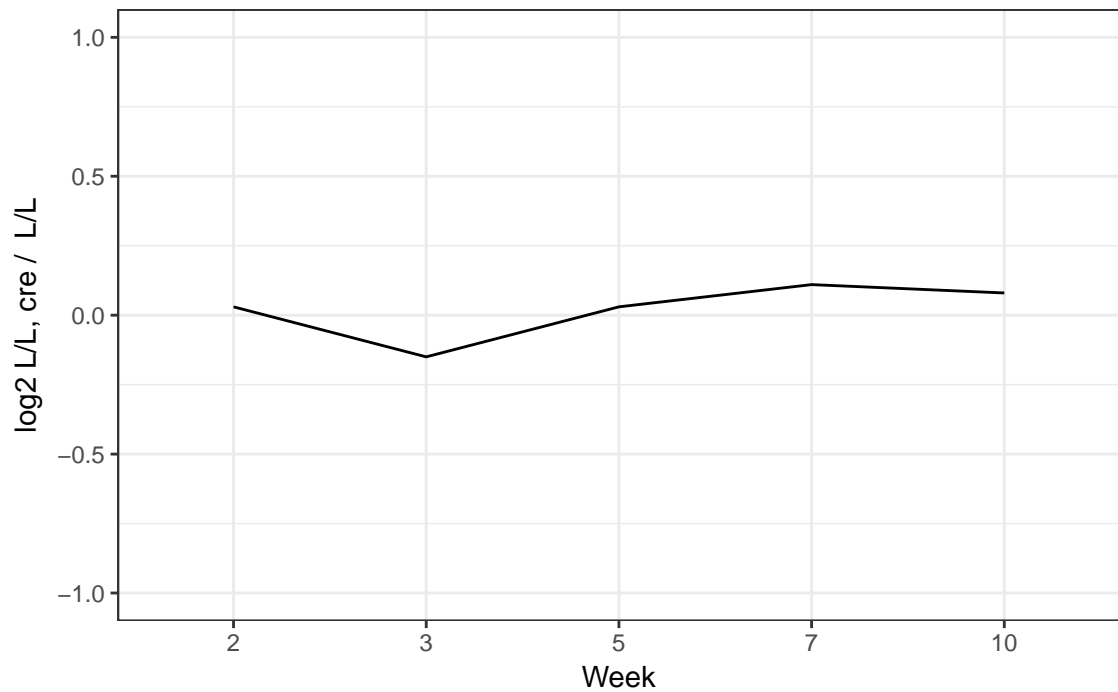

AKR1B10 / G5E895; adj.p value: 0.09635

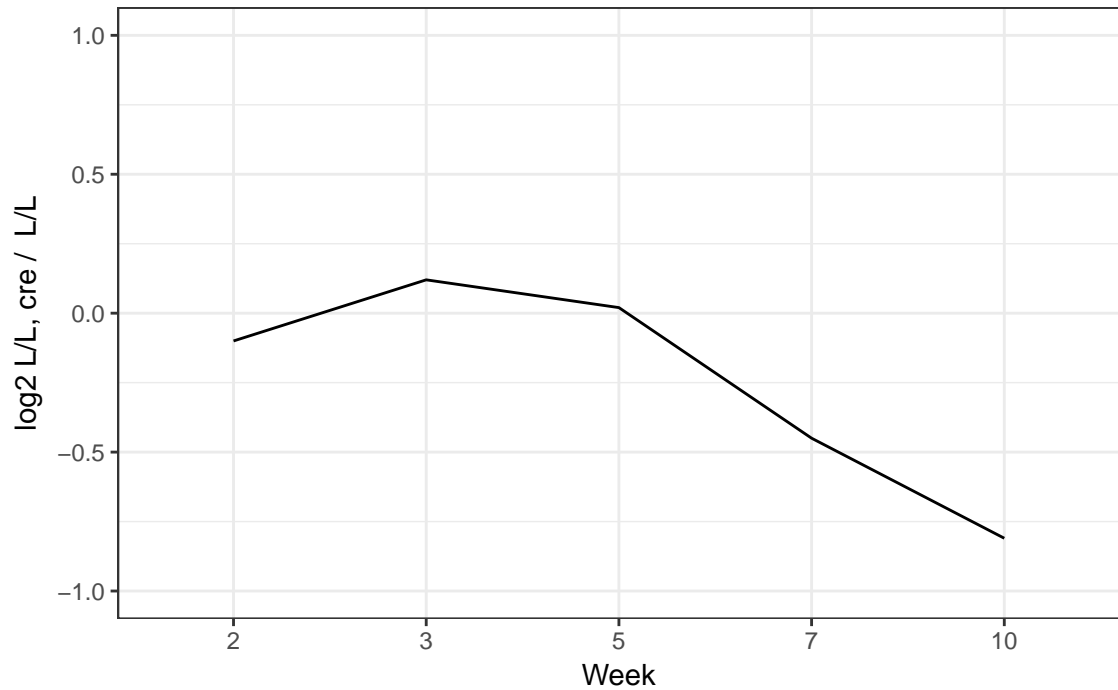

AKR1B7 / P21300; adj.p value: 0.33347

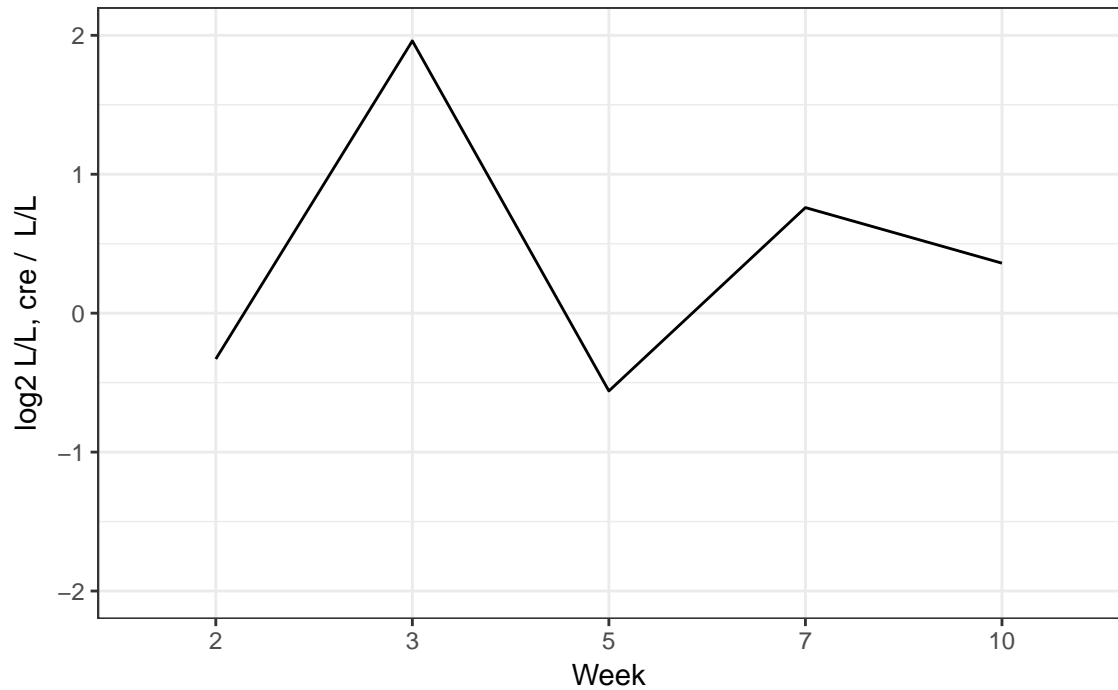

AKR7A2 / Q8CG76; adj.p value: 0.0062

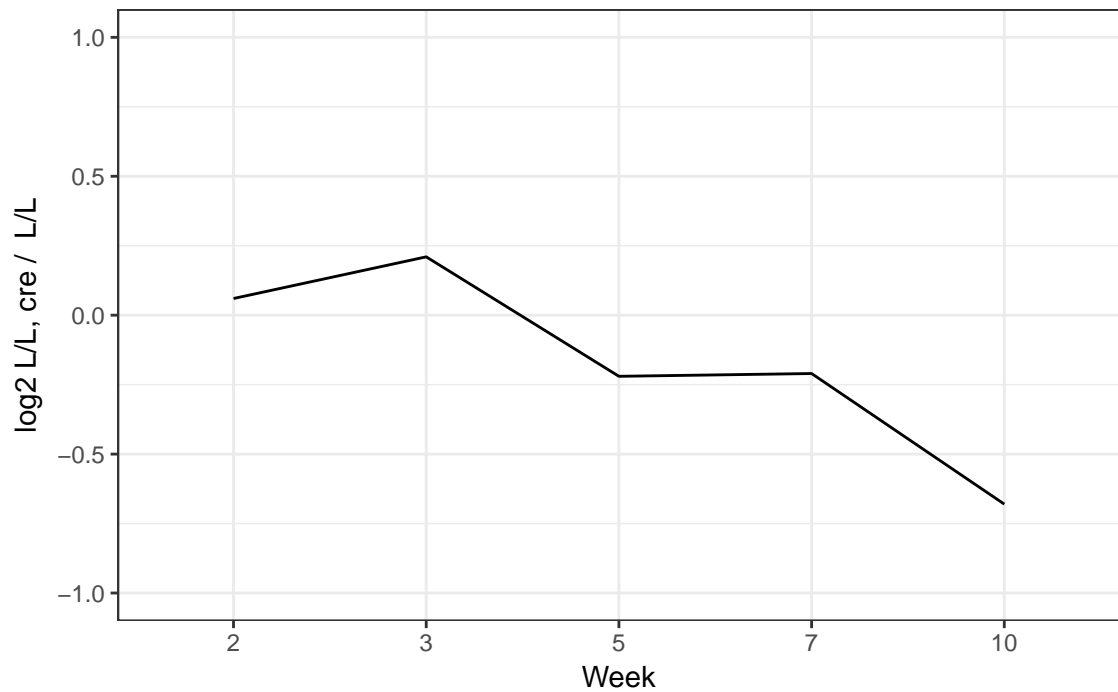

ALAS1 / Q8VC19; adj.p value: 0

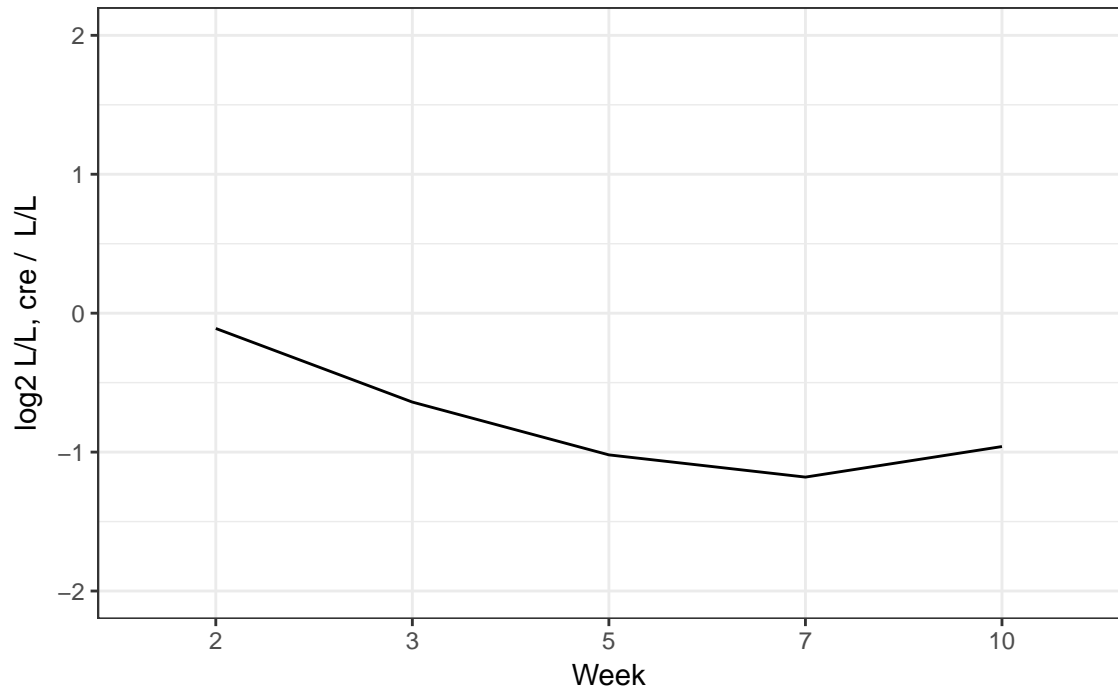

ALDH18A1 / Q9Z110-2; adj.p value: 0

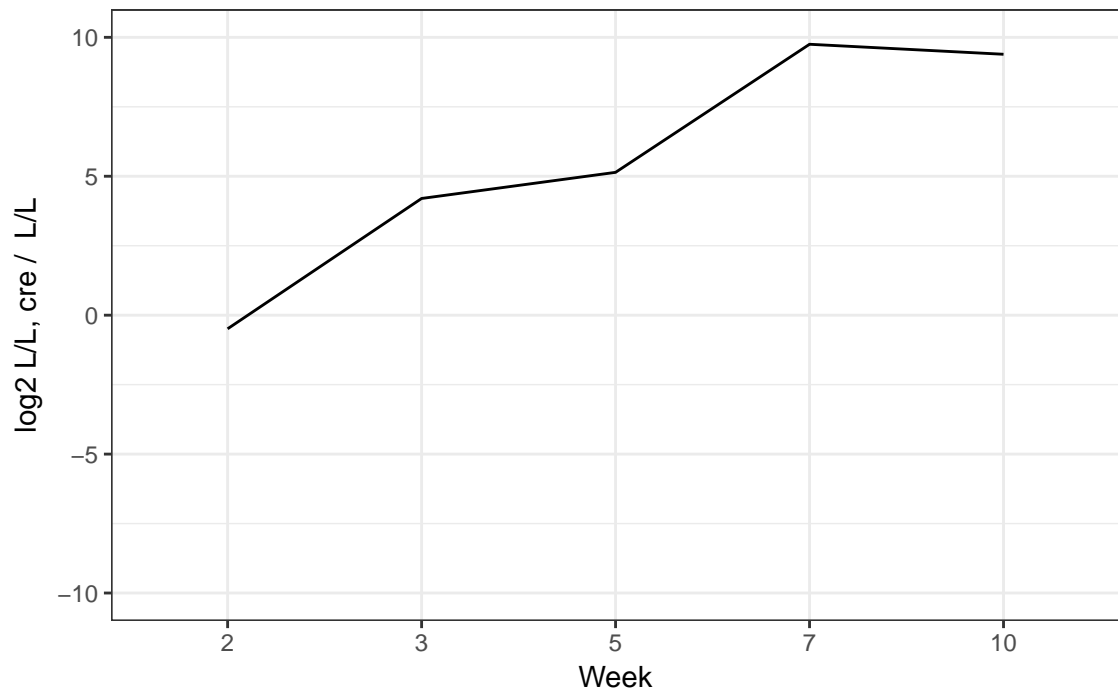

ALDH1B1 / Q9CZS1; adj.p value: 0

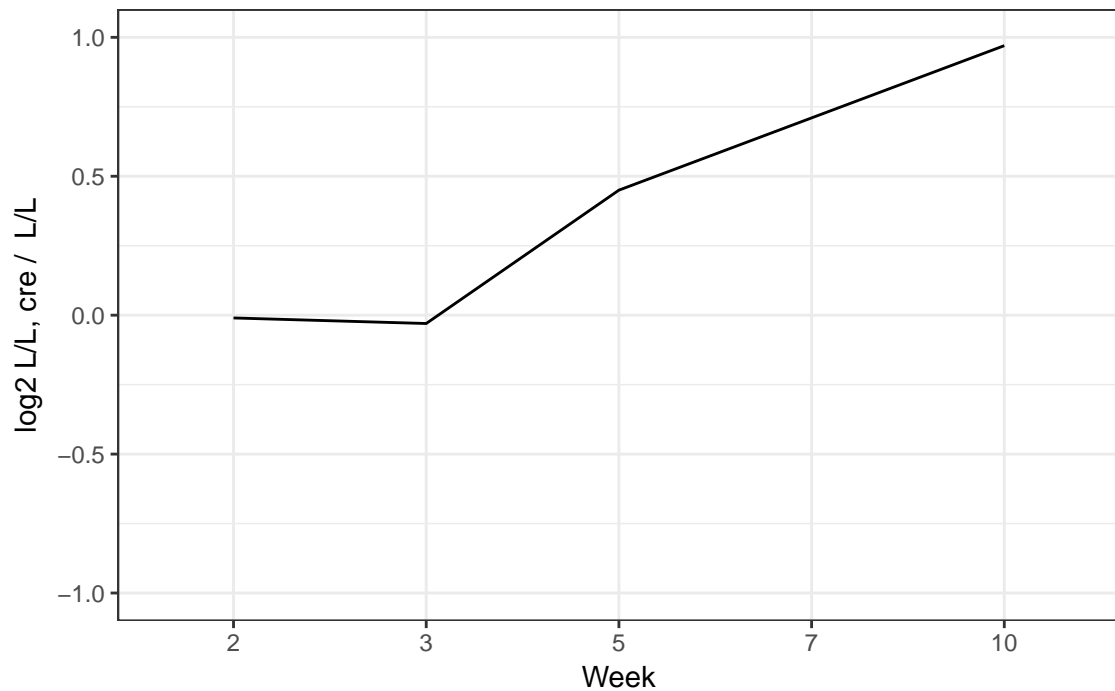

ALDH1L2 / Q8K009; adj.p value: 0

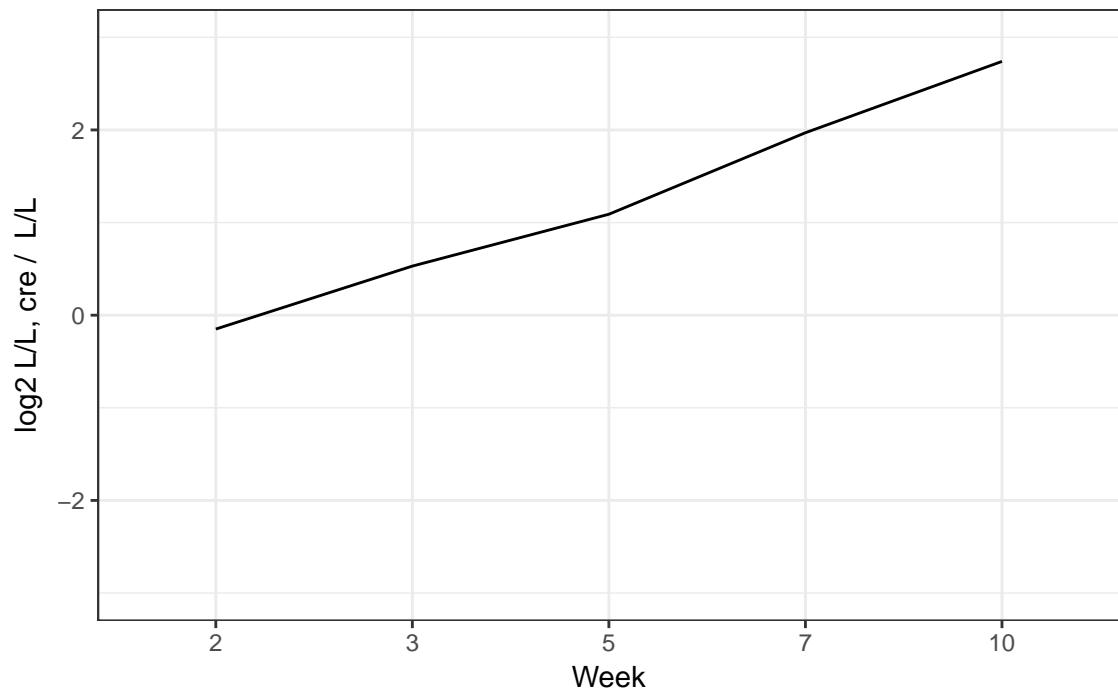

ALDH2 / P47738; adj.p value: 0.0771

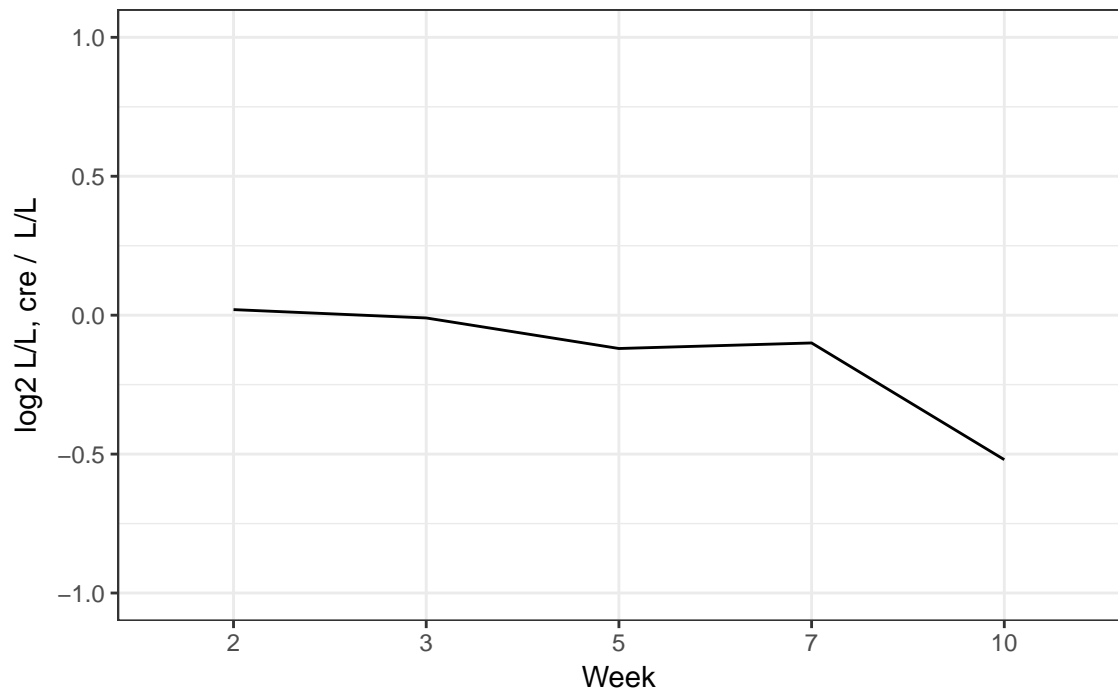

ALDH3A2 / B1AV77; adj.p value: 5e-05

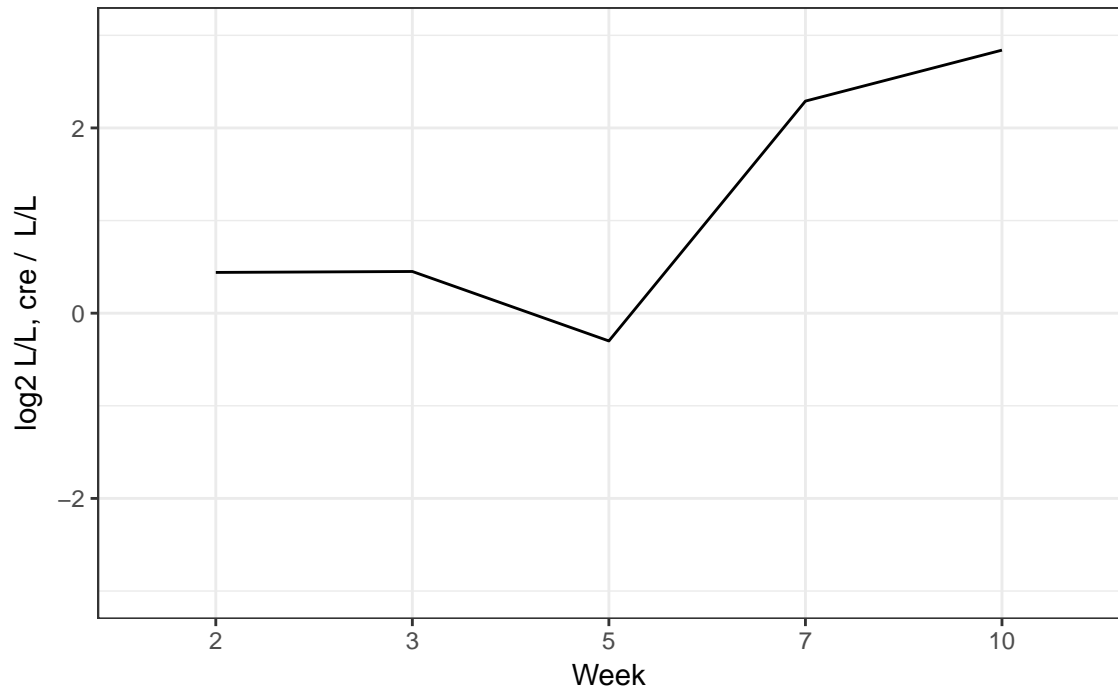

ALDH4A1 / Q8CHT0; adj.p value: 0

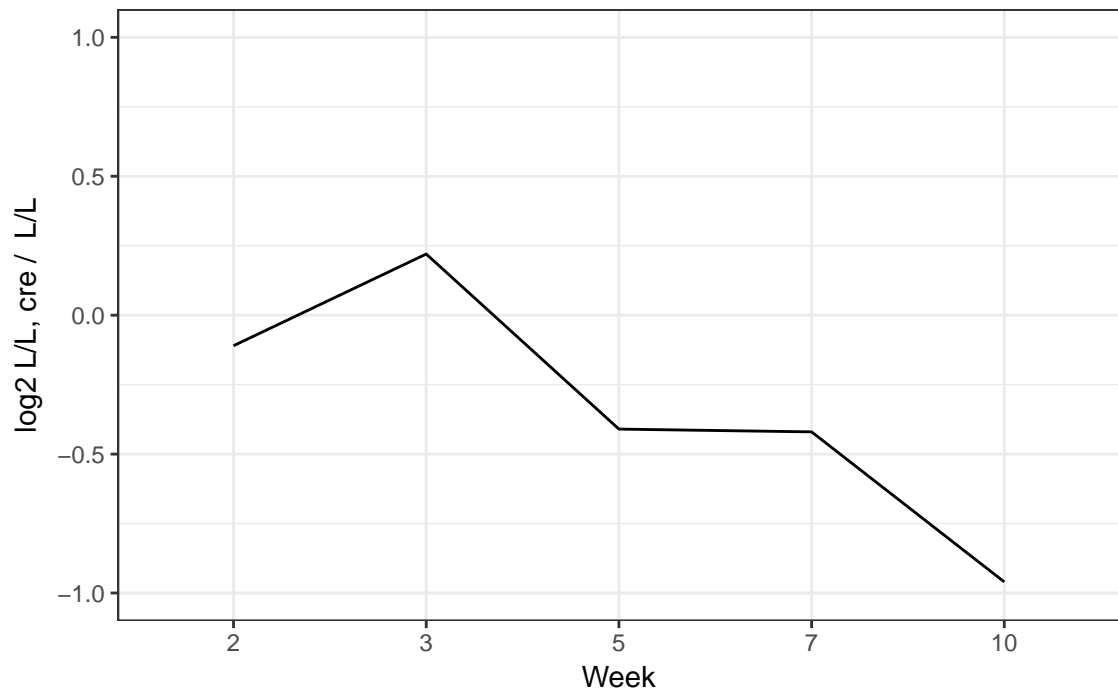

ALDH5A1 / Q8BWF0; adj.p value: 0.02132

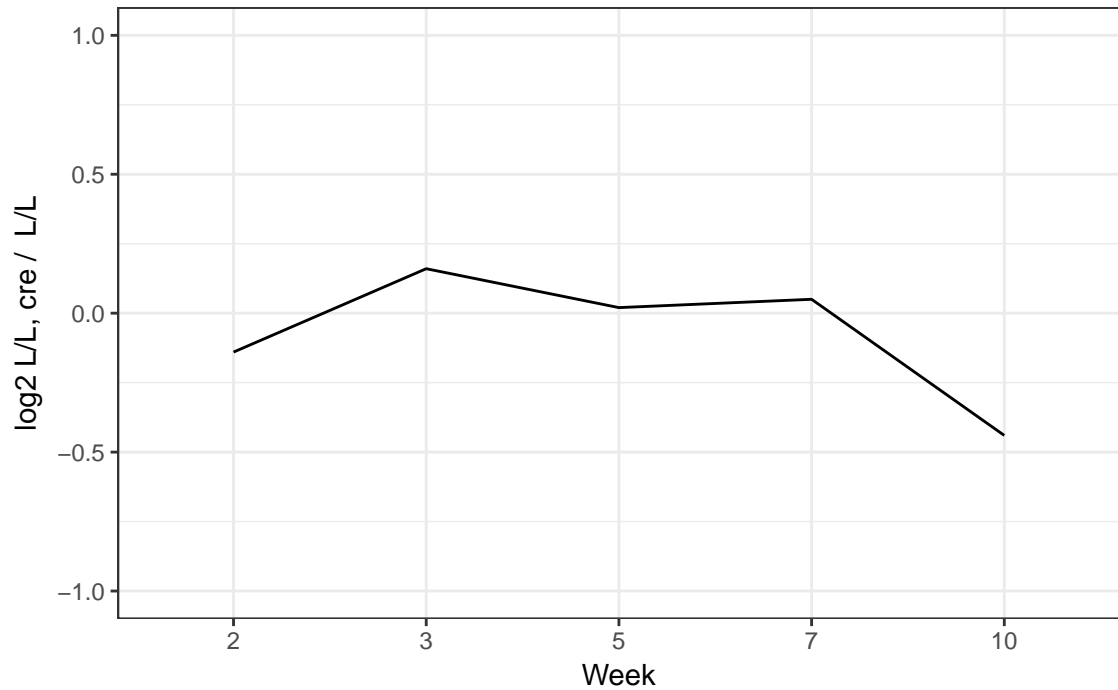

ALDH6A1 / Q9EQ20; adj.p value: 0.00078

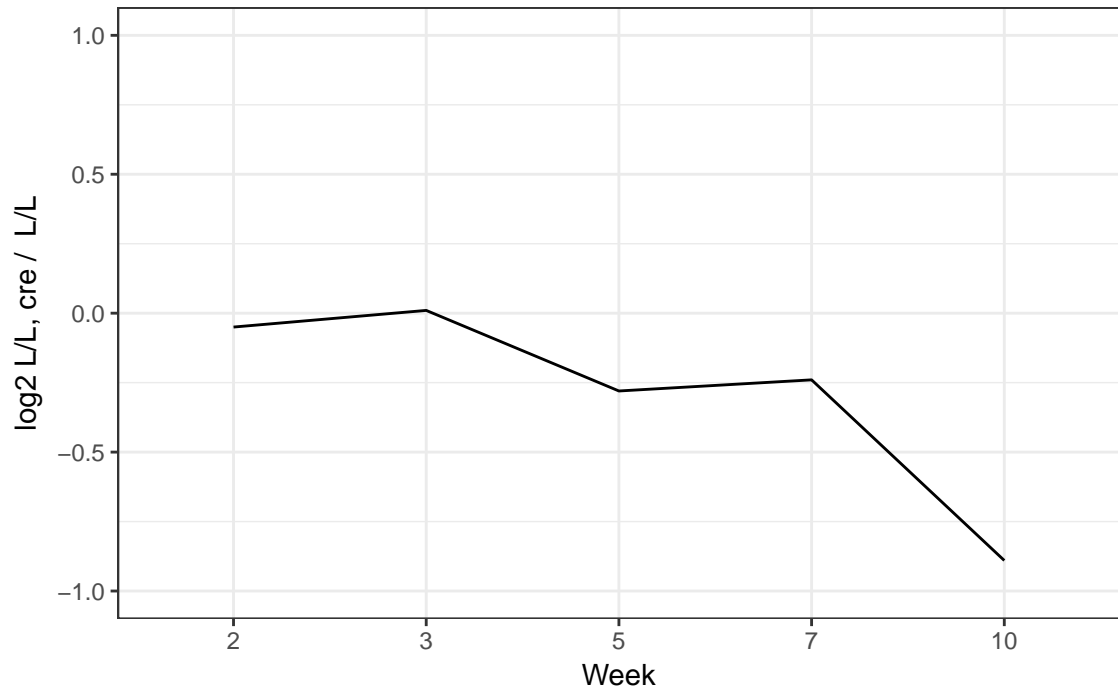

ALDH7A1 / Q9DBF1-2; adj.p value: 0.00502

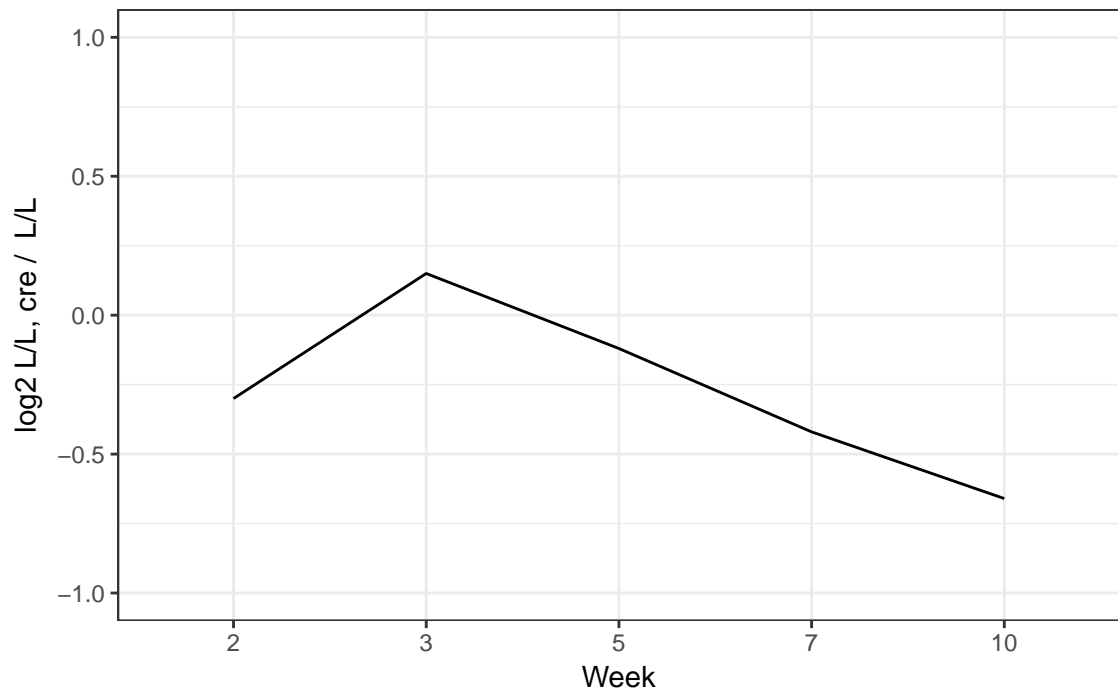

ALDH9A1 / Q9JLJ2; adj.p value: 0.00029

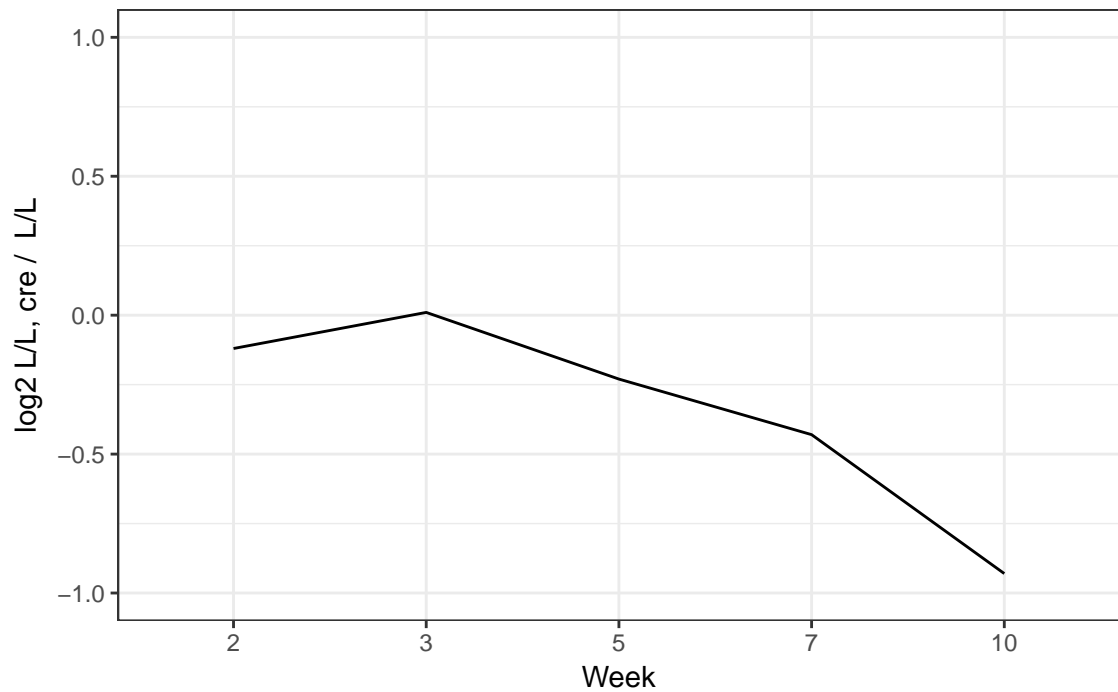

ALKBH7 / Q9D6Z0; adj.p value: 0.48329

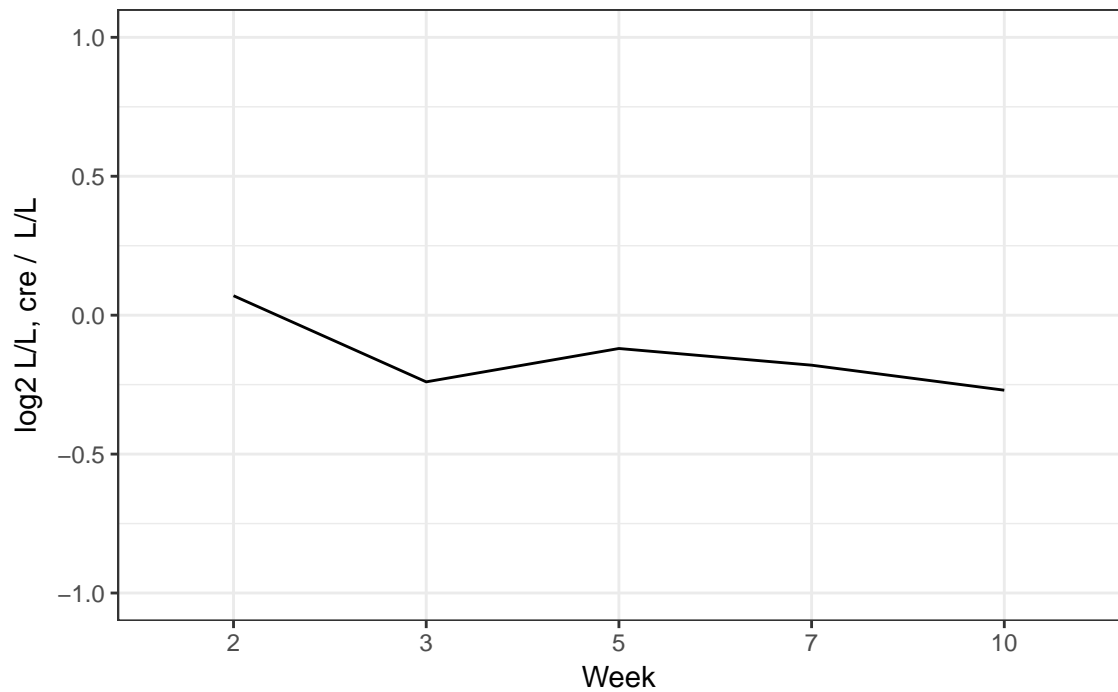

AMACR / O09174; adj.p value: 0.36594

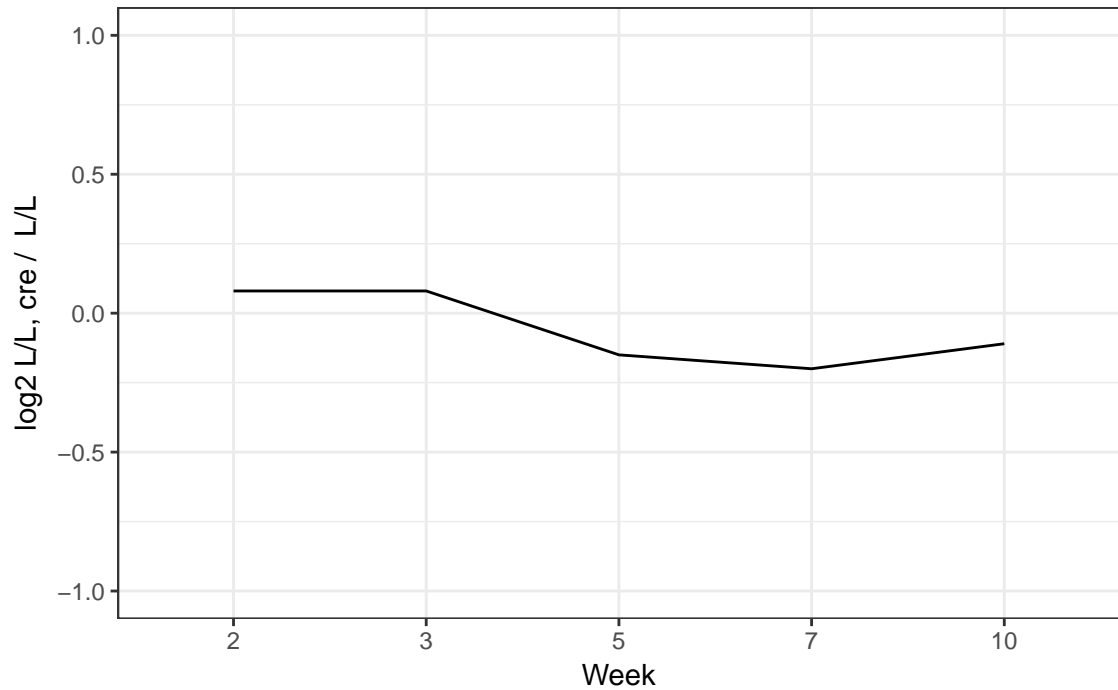

ANGEL2 / Q8K1C0-3; adj.p value: 0.28609

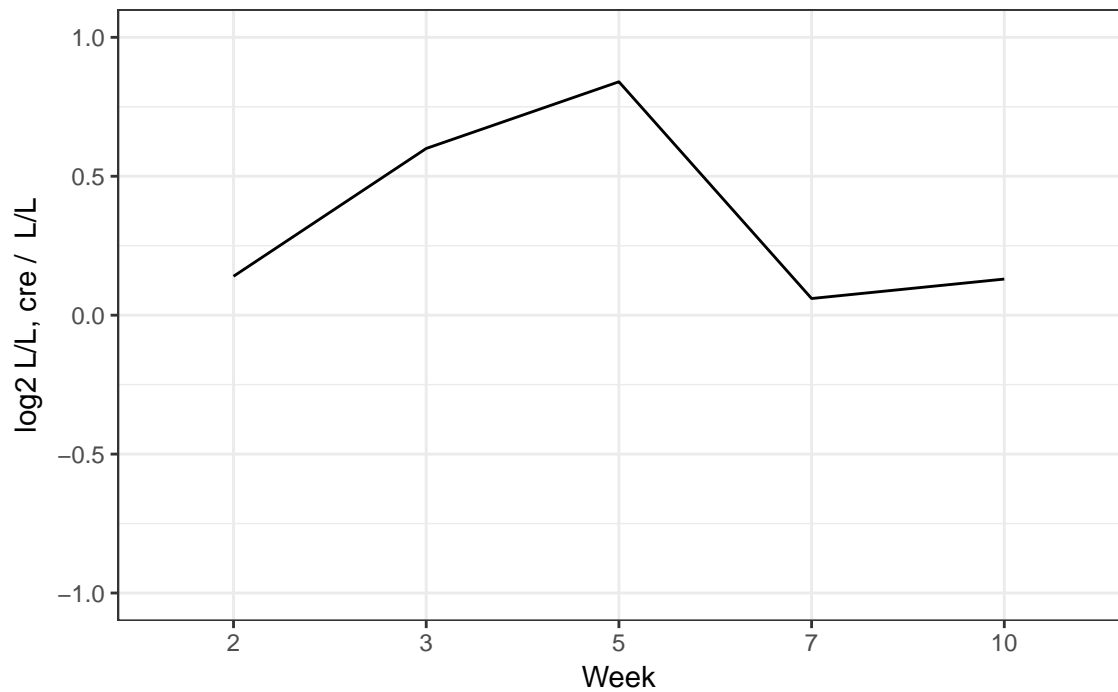

APOA1BP / Q8K4Z3; adj.p value: 0.2784

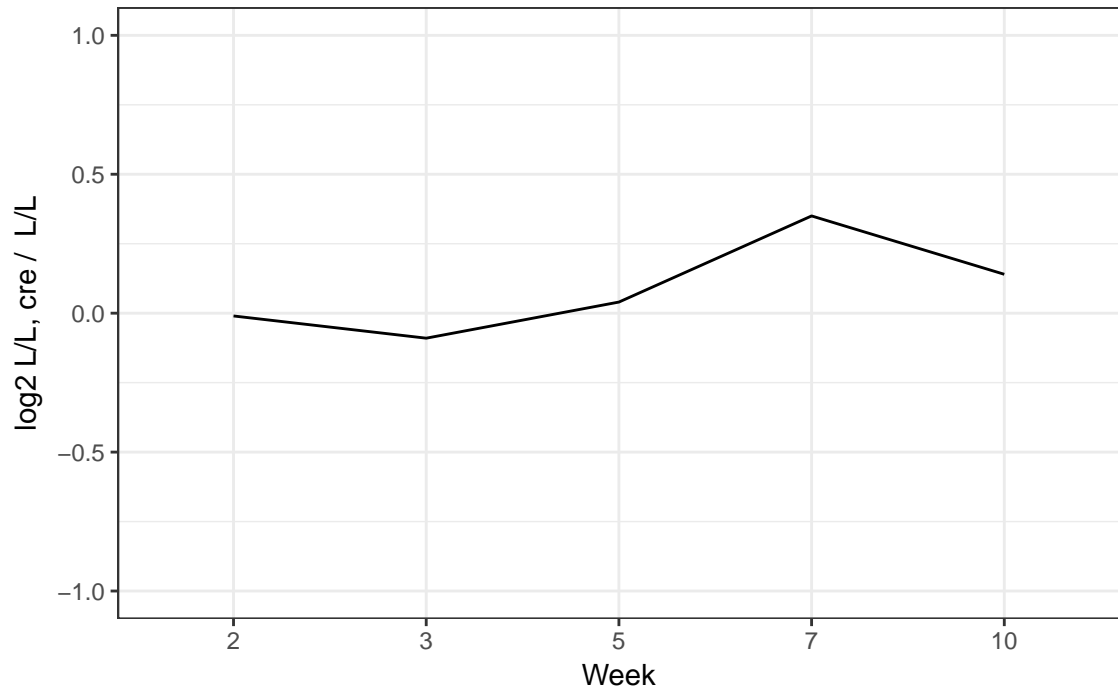

APOO / Q9DCZ4; adj.p value: 0.52047

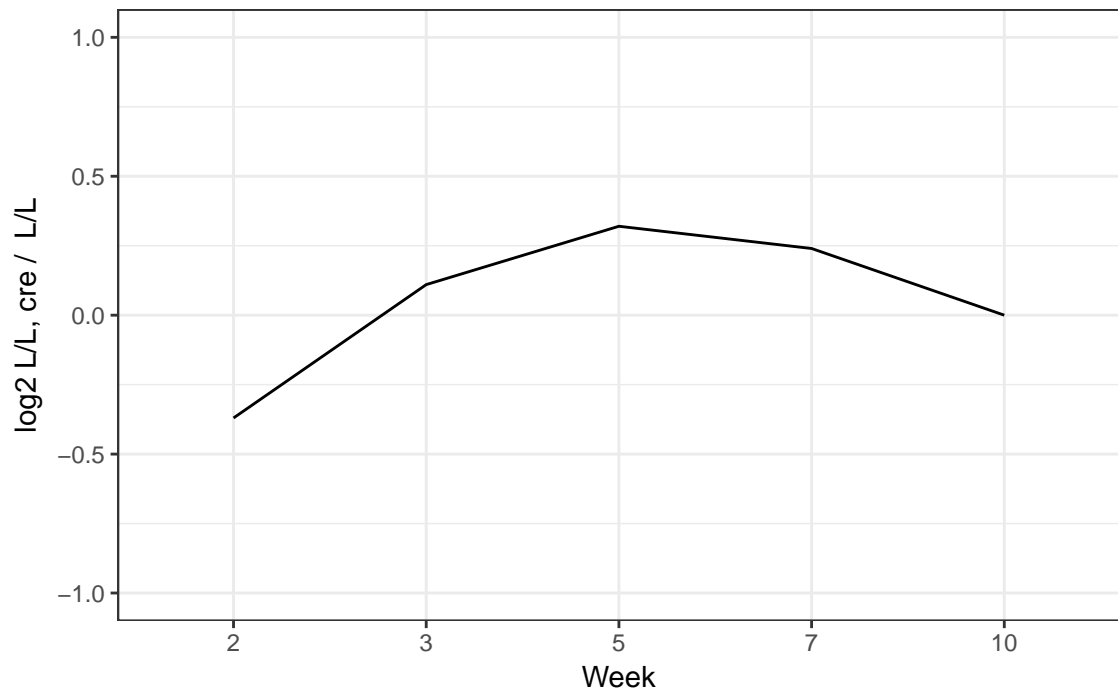

APOOL / Q78IK4; adj.p value: 0.00527

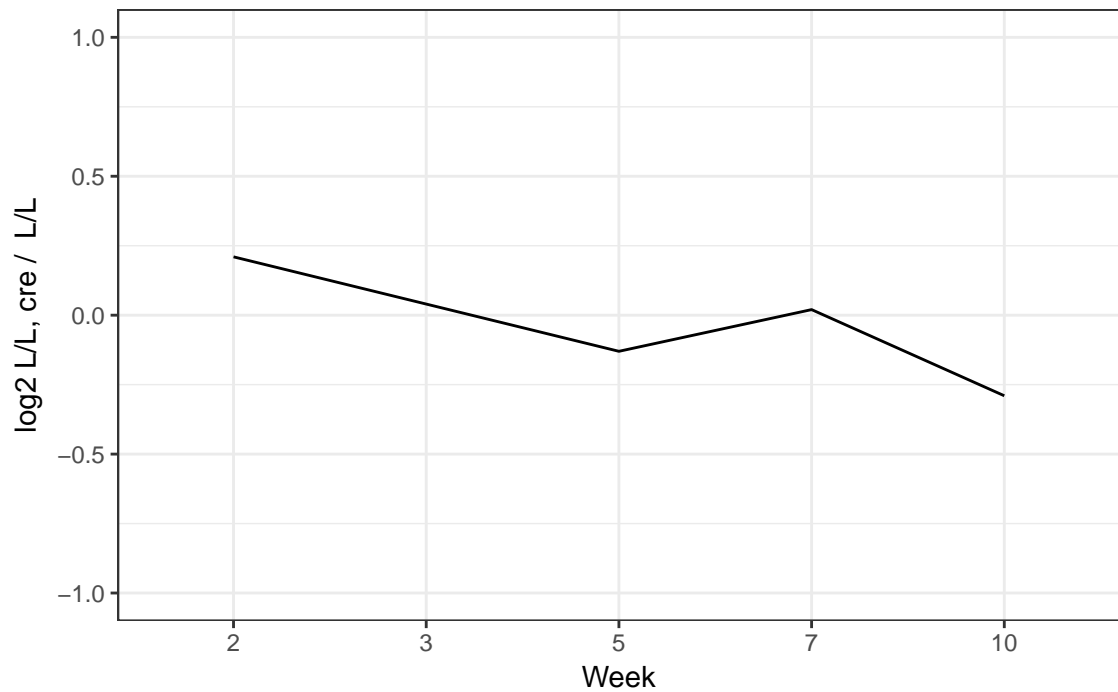

ARMC10 / Q9D0L7-2; adj.p value: 0.05661

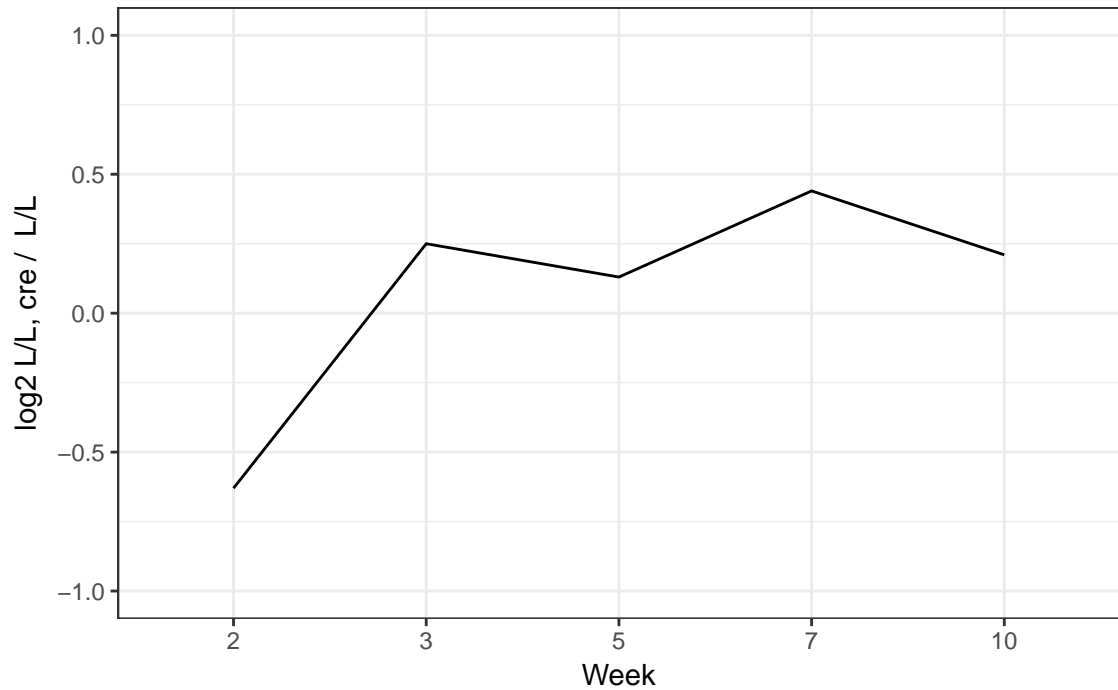

ATAD1 / Q9D5T0; adj.p value: 0.0761

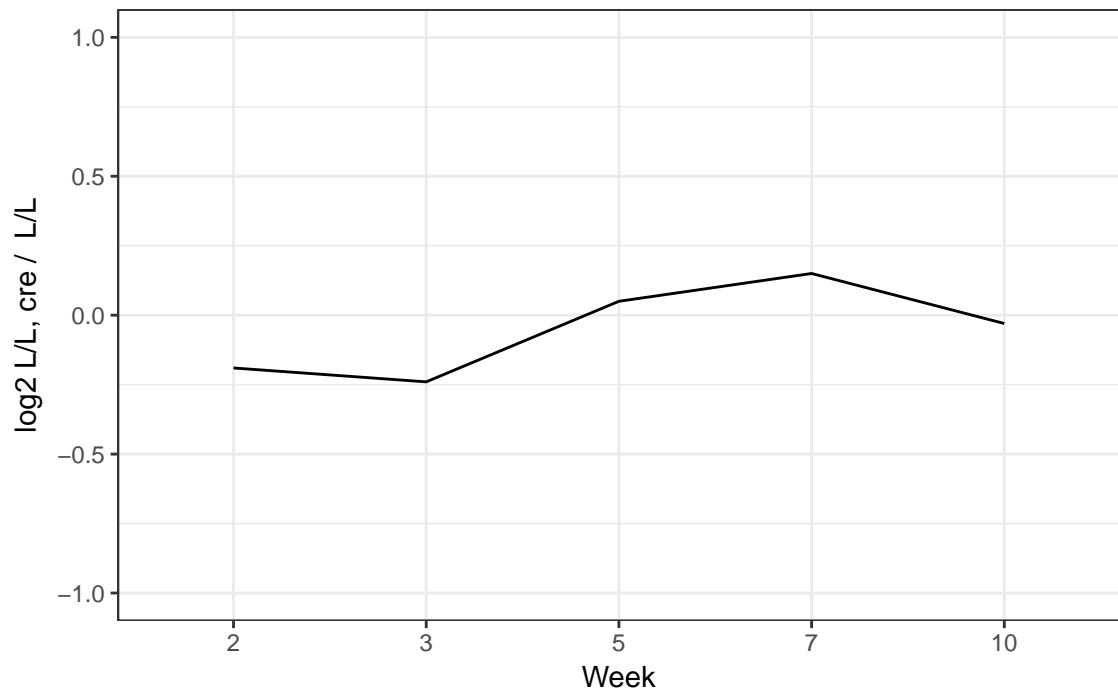

ATAD3 / Q925I1; adj.p value: 0

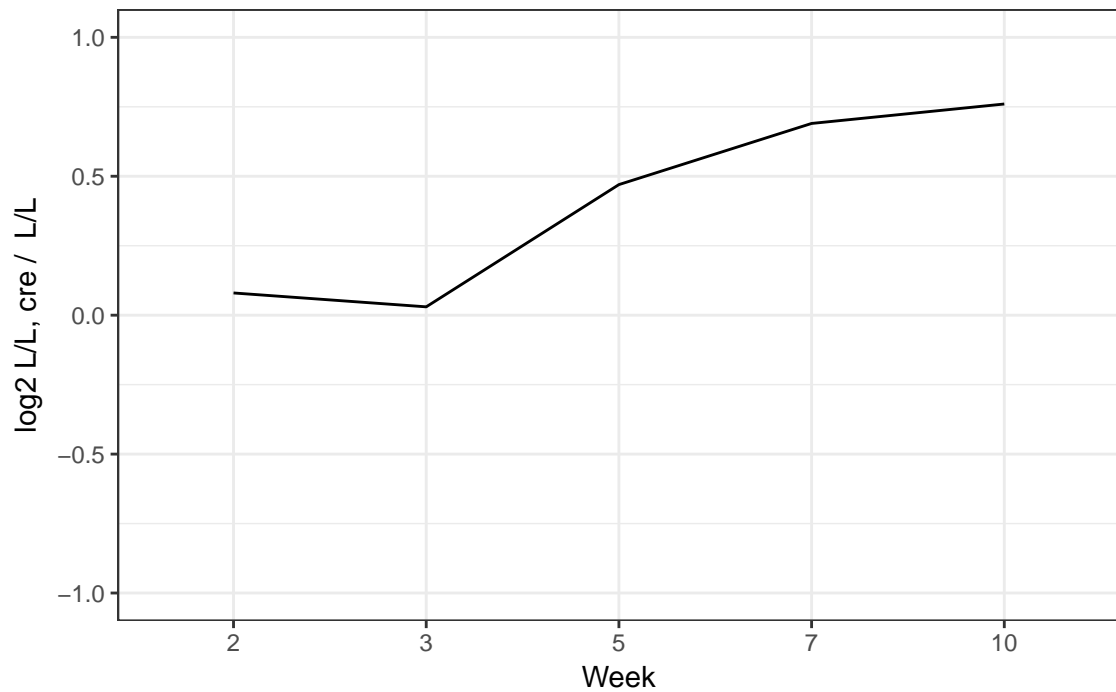

ATP5A1 / Q03265; adj.p value: 0.02922

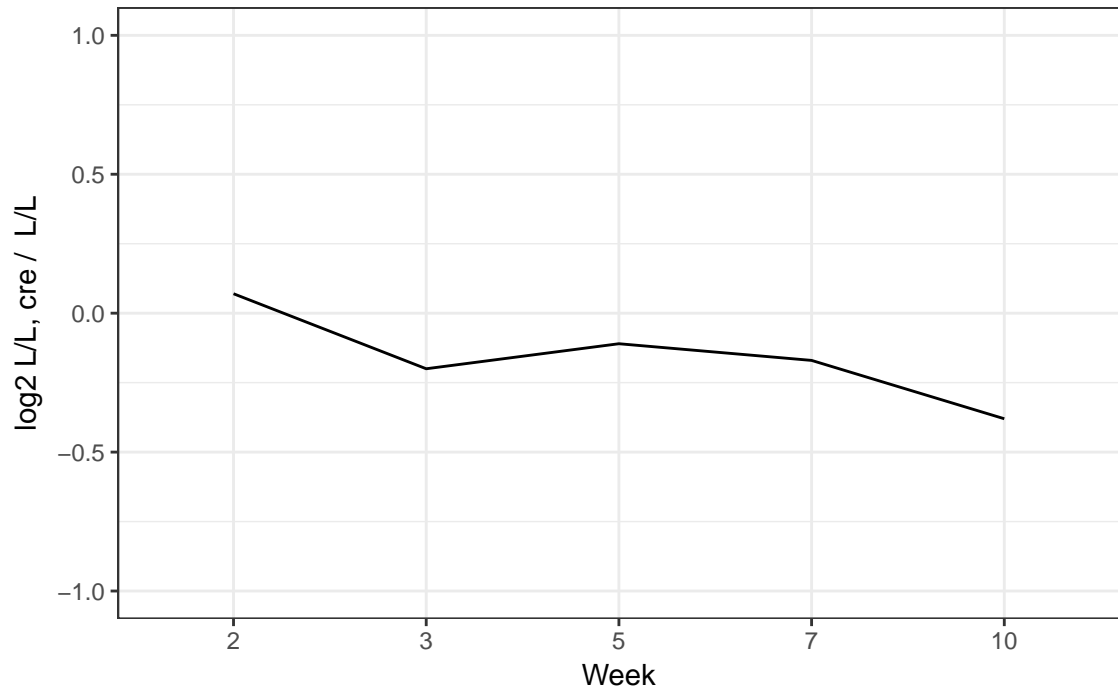

ATP5B / P56480; adj.p value: 0.03505

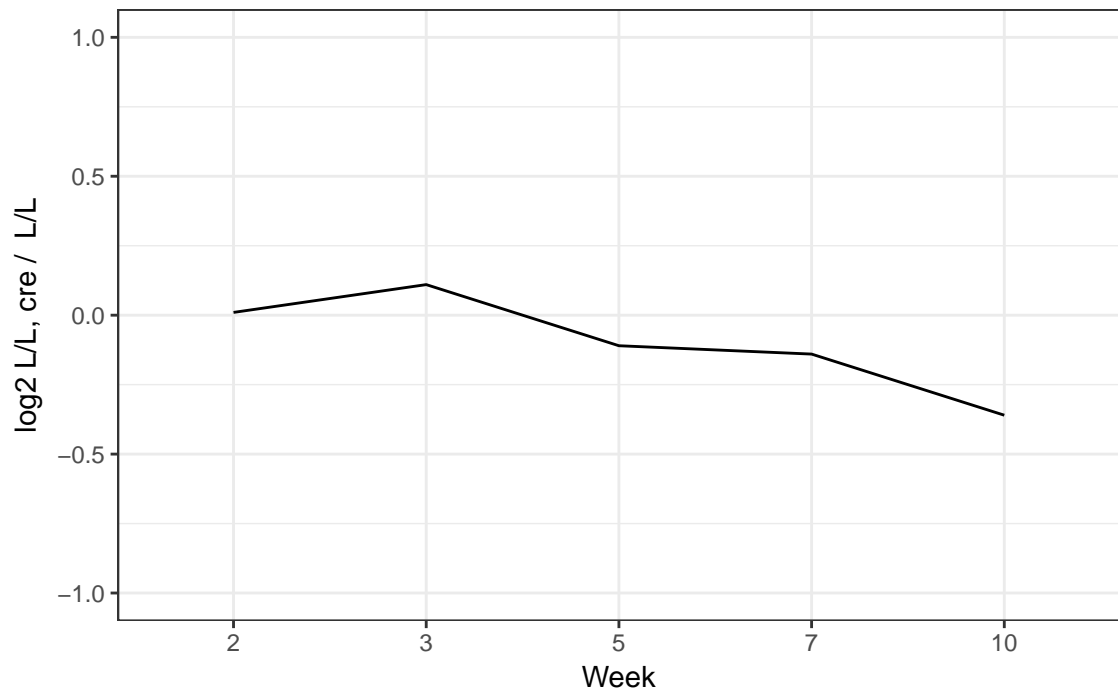

ATP5C1 / A2AKU9; adj.p value: 0.20098

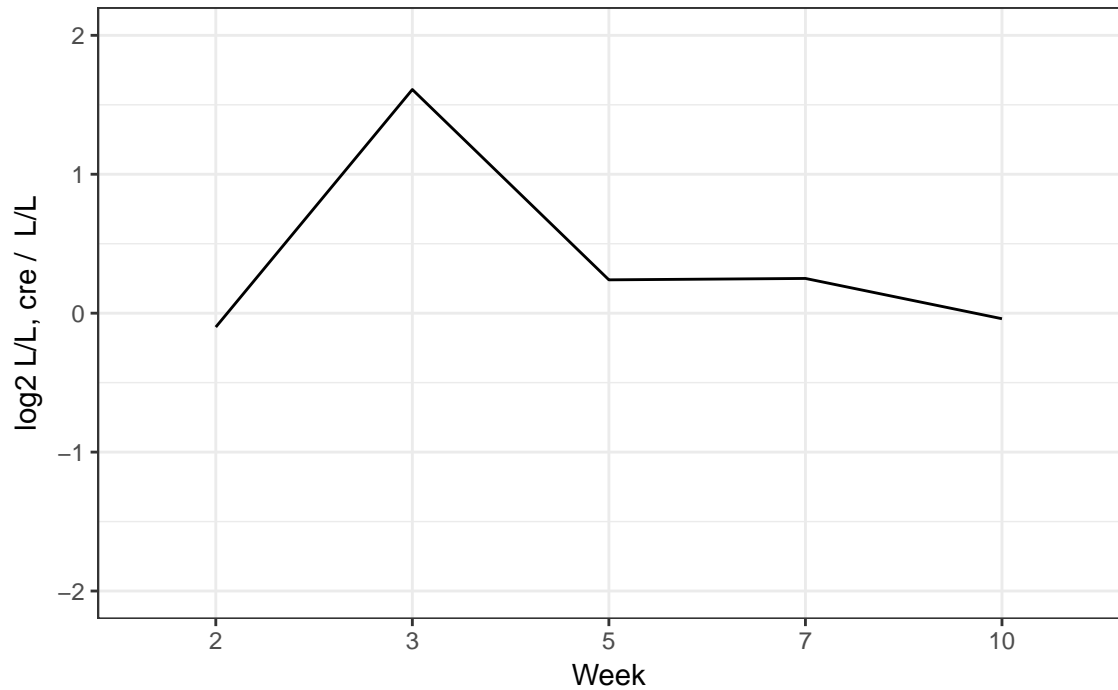

ATP5C1 / Q8C2Q8; adj.p value: 0.61409

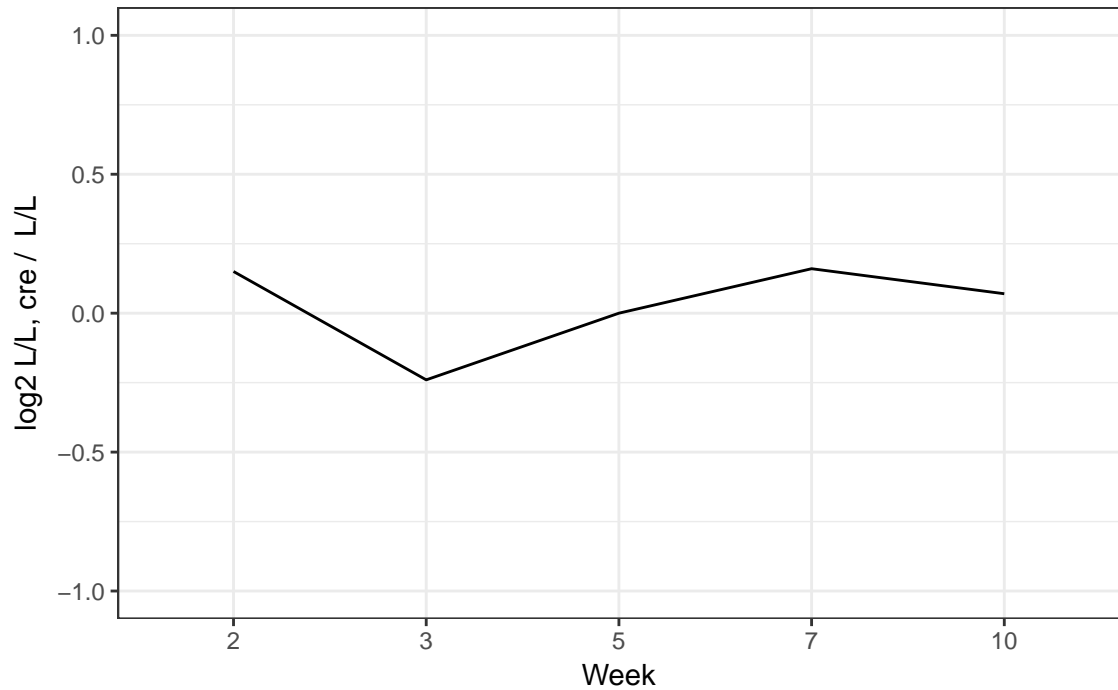

ATP5D / Q9D3D9; adj.p value: 0.50779

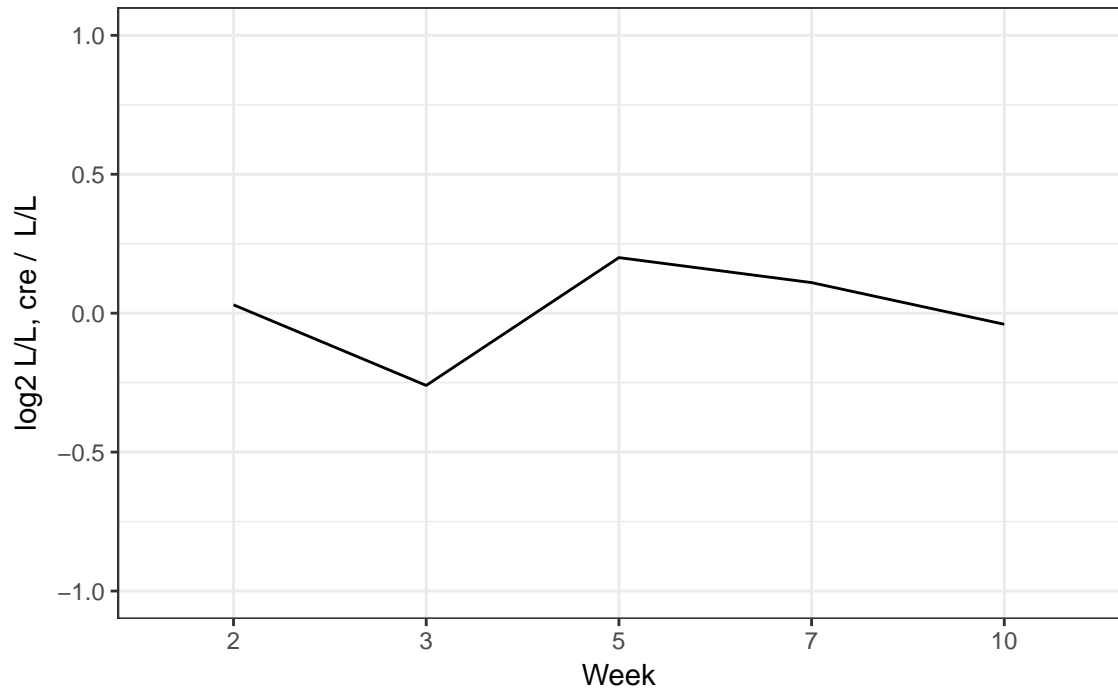

ATP5E / P56382; adj.p value: 0.60708

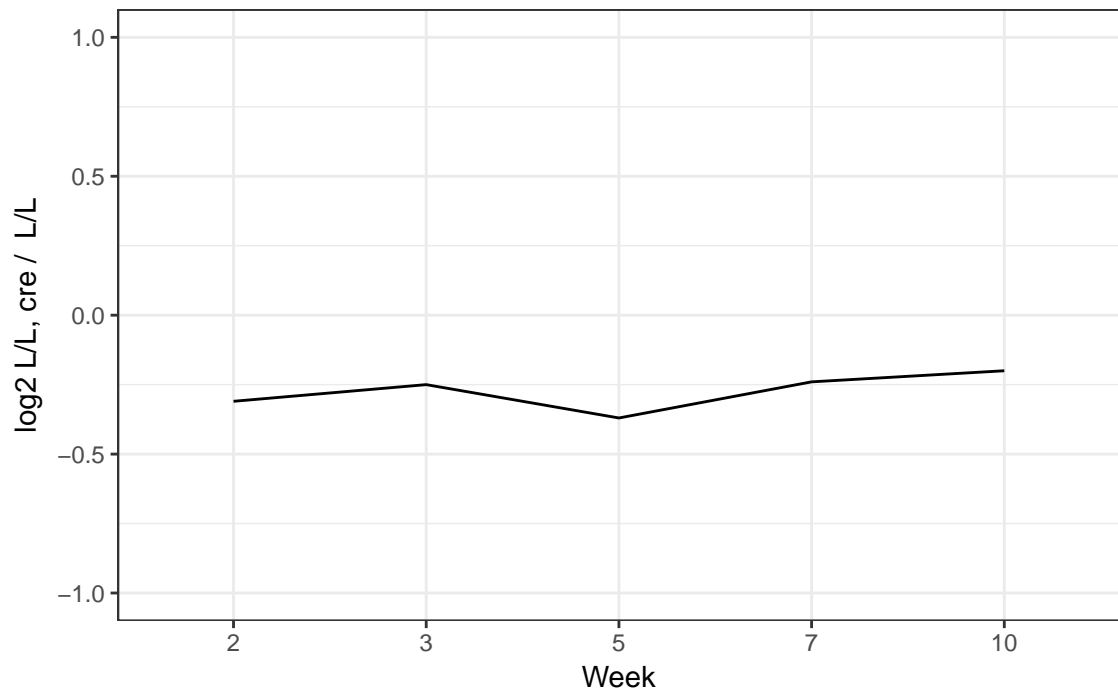

ATP5F1 / Q9CQQ7; adj.p value: 0.00156

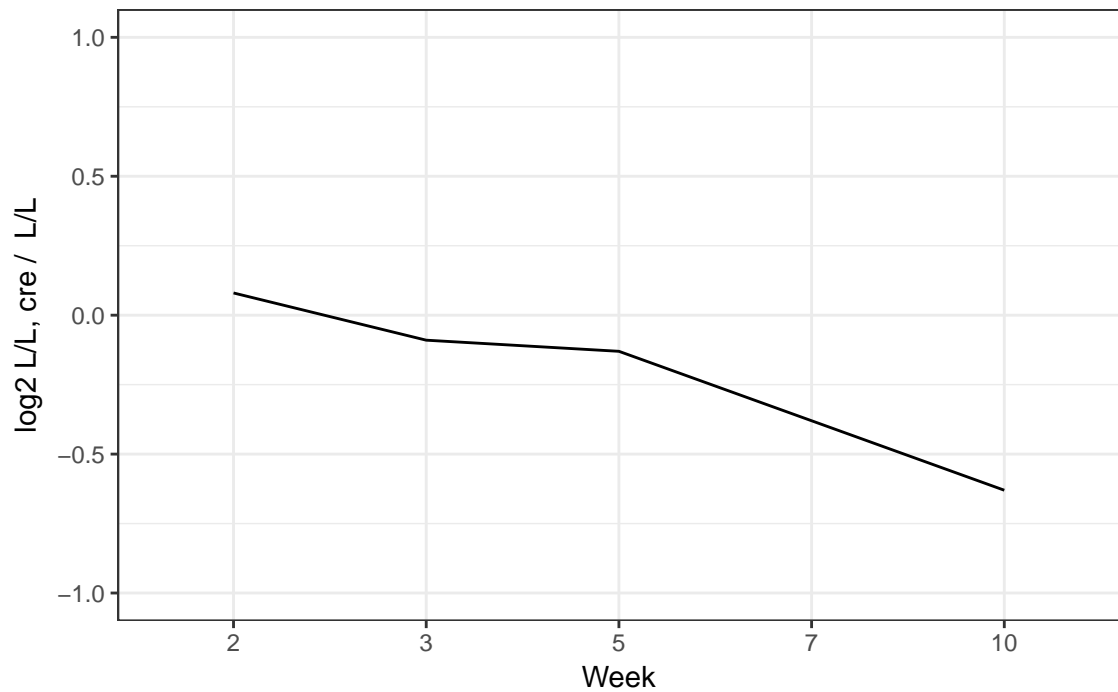

ATP5H / Q9DCX2; adj.p value: 0

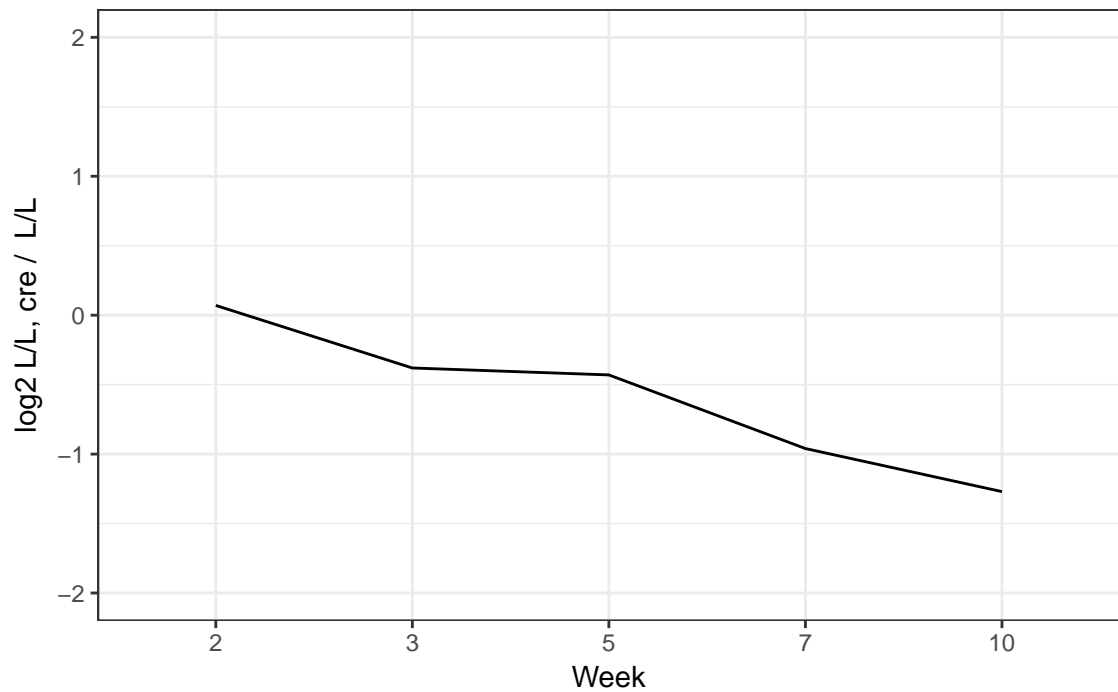

ATP5I / Q06185; adj.p value: 0.00035

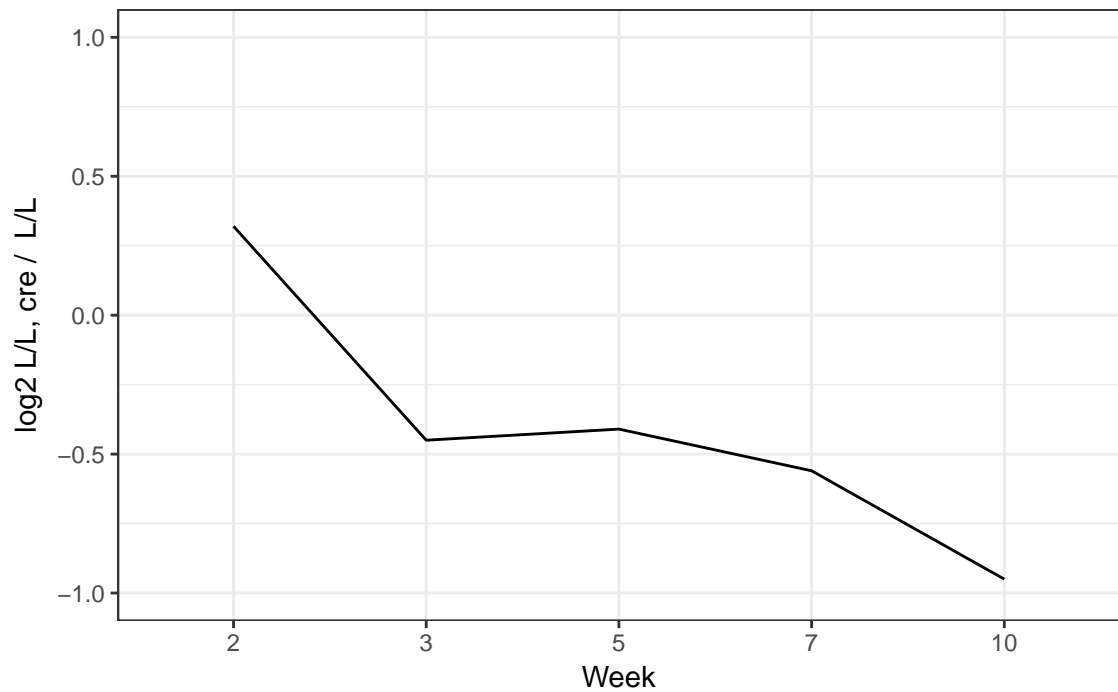

ATP5J / P97450; adj.p value: 0

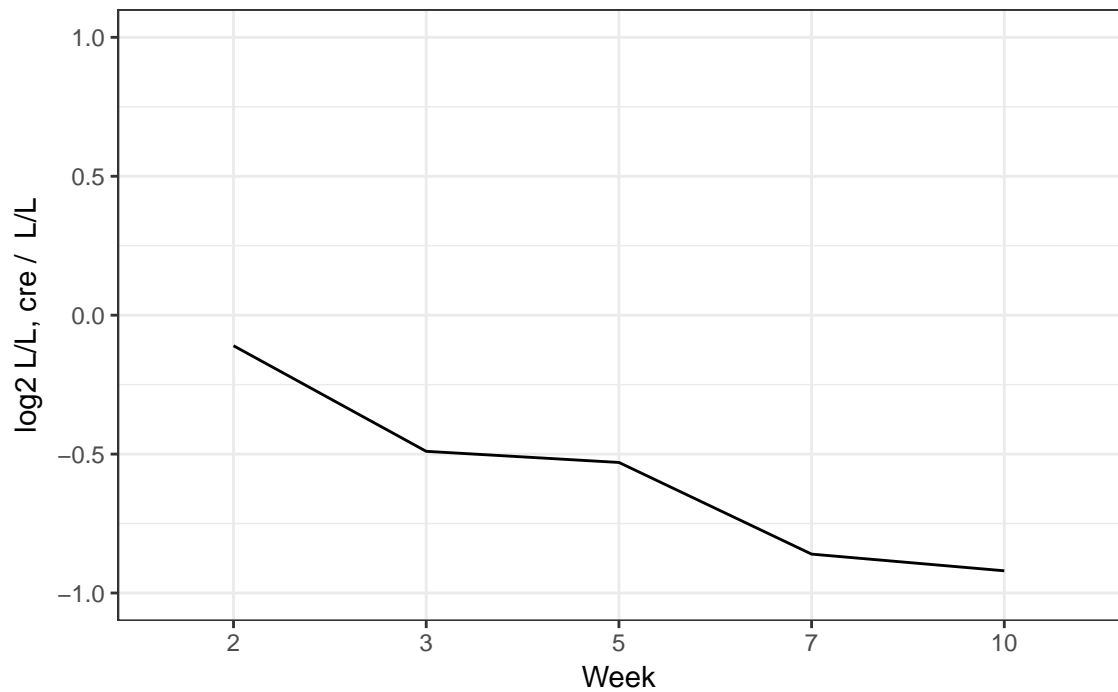

ATP5J2 / P56135; adj.p value: 2e-05

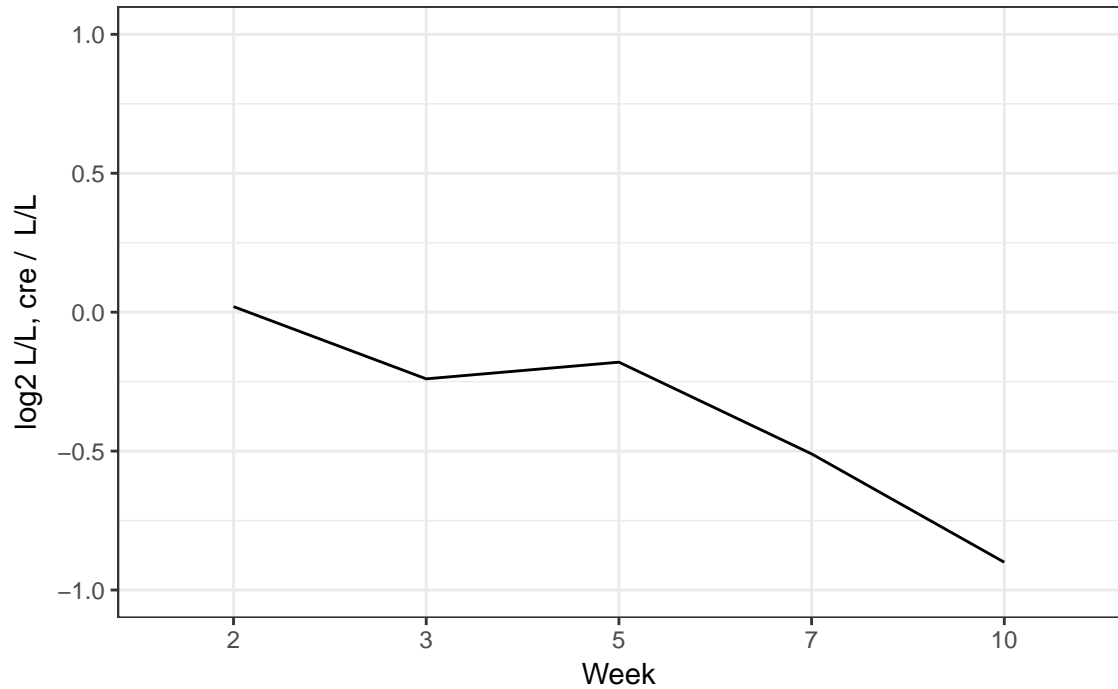

ATP5L / Q9CPQ8; adj.p value: 0

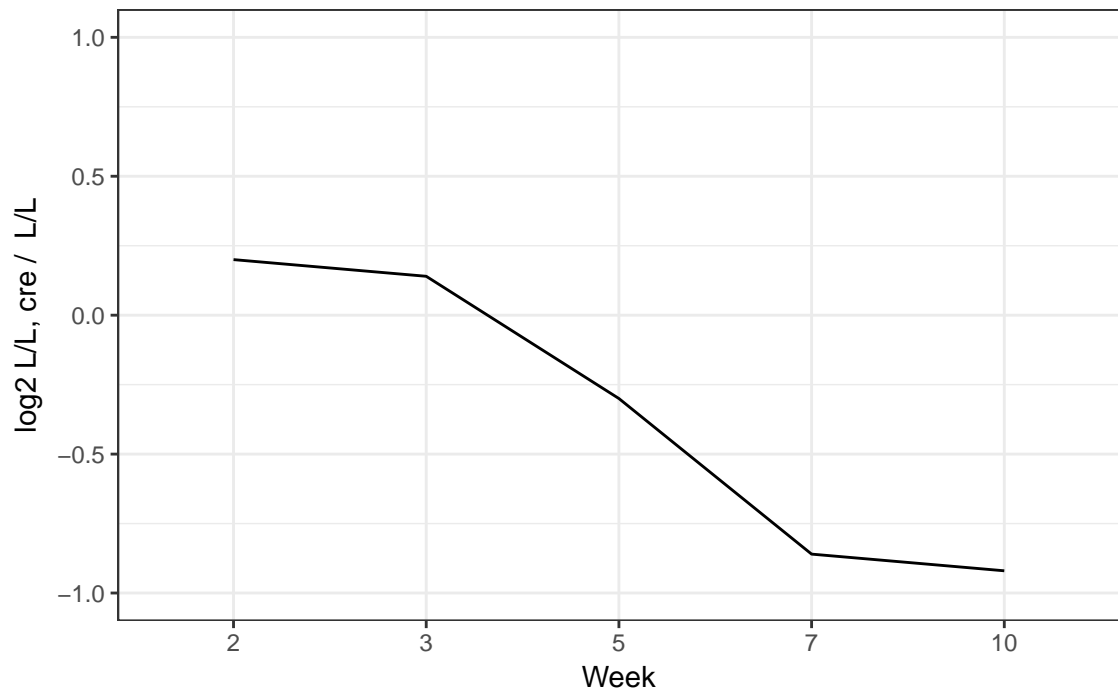

ATP5O / Q9DB20; adj.p value: 0.00011

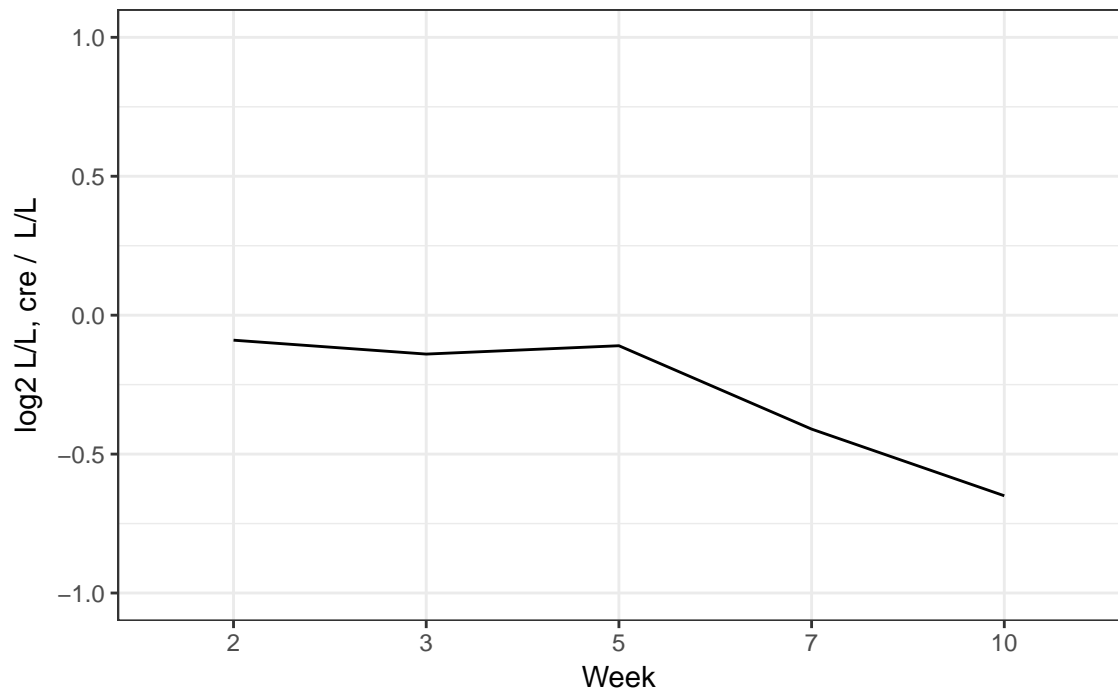

ATP5S / Q9CRA7; adj.p value: 0.03087

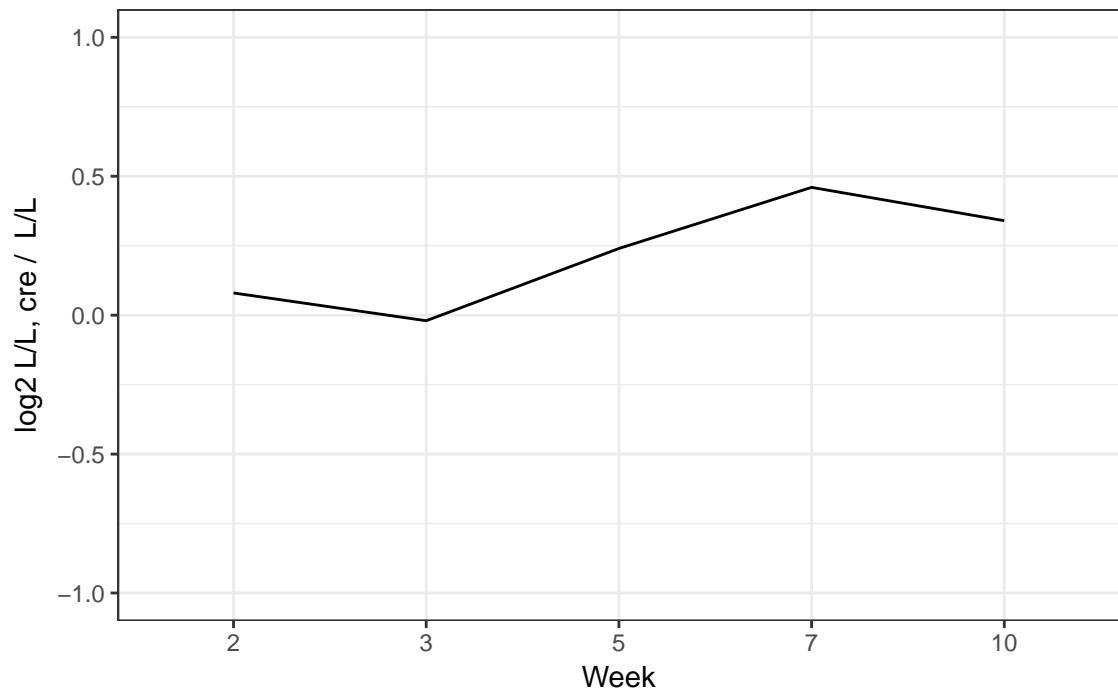

ATPAF1 / H3BLL2; adj.p value: 0.00036

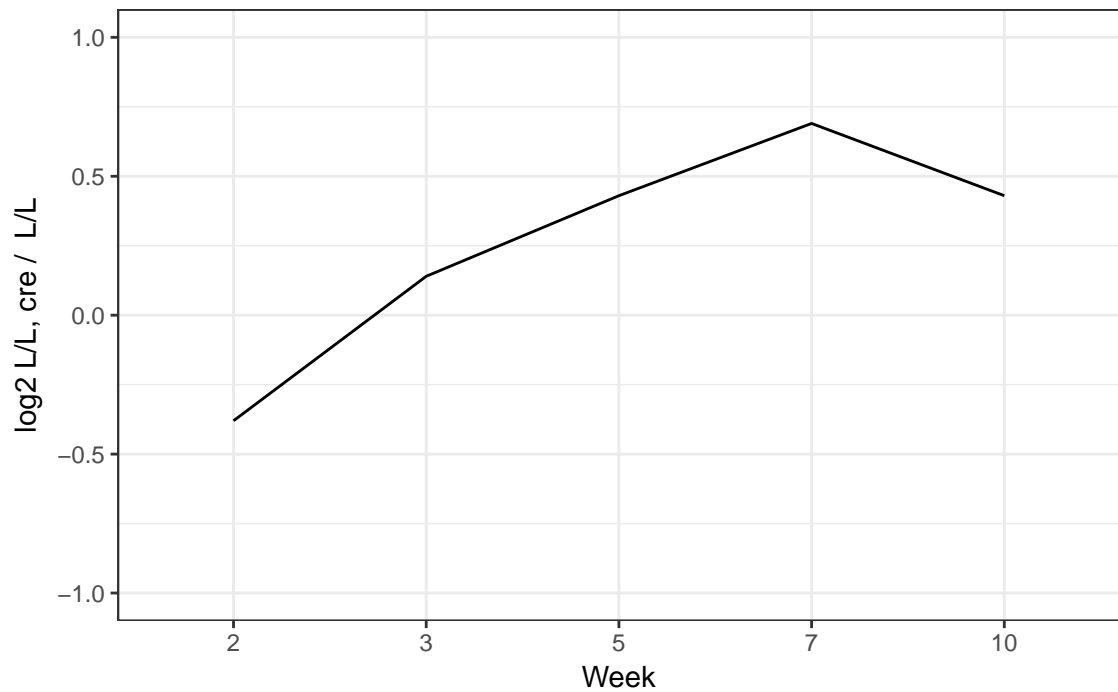

ATPAF2 / Q91YY4; adj.p value: 0.3453

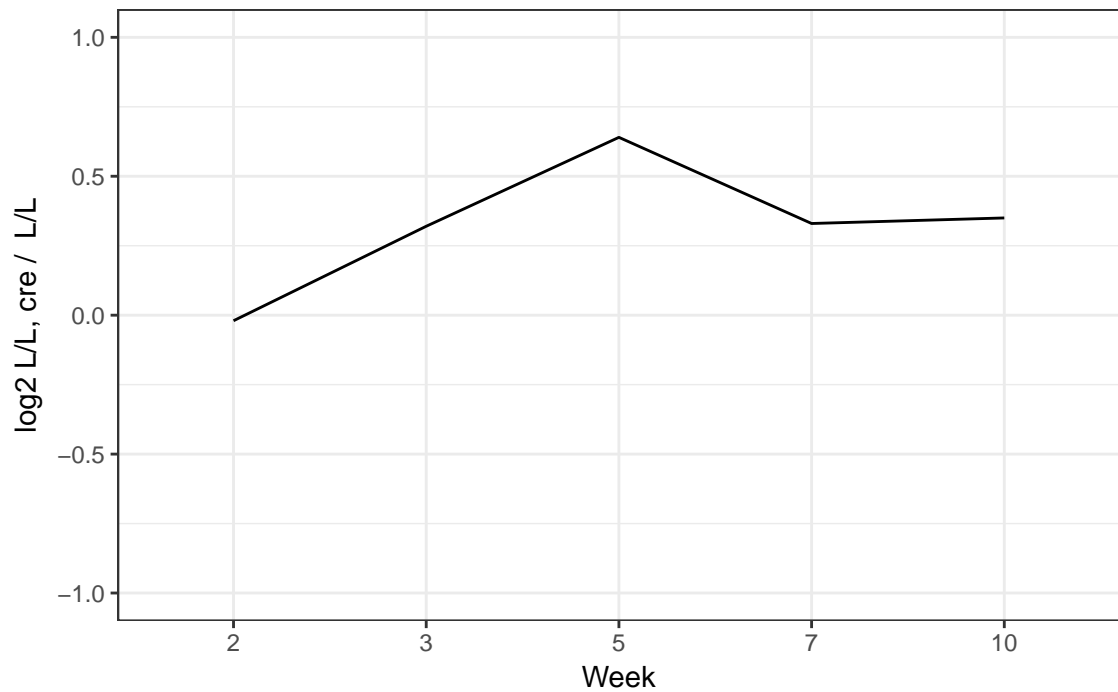

ATPIF1 / E9PV44; adj.p value: 0.00292

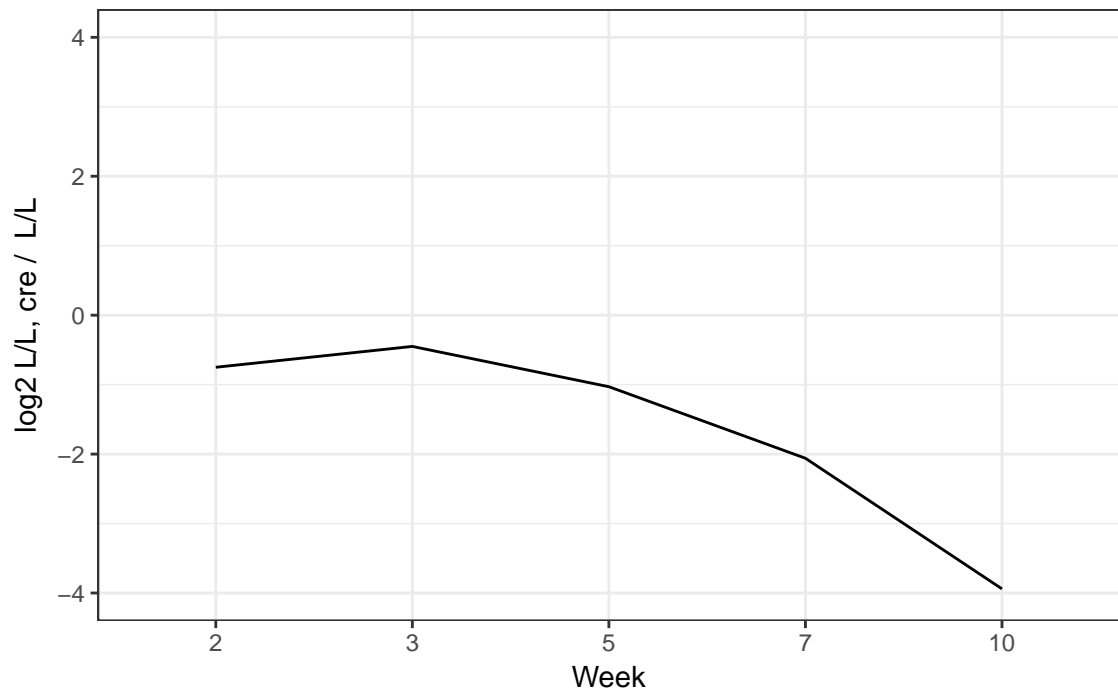

ATPIF1 / O35143; adj.p value: 0.37919

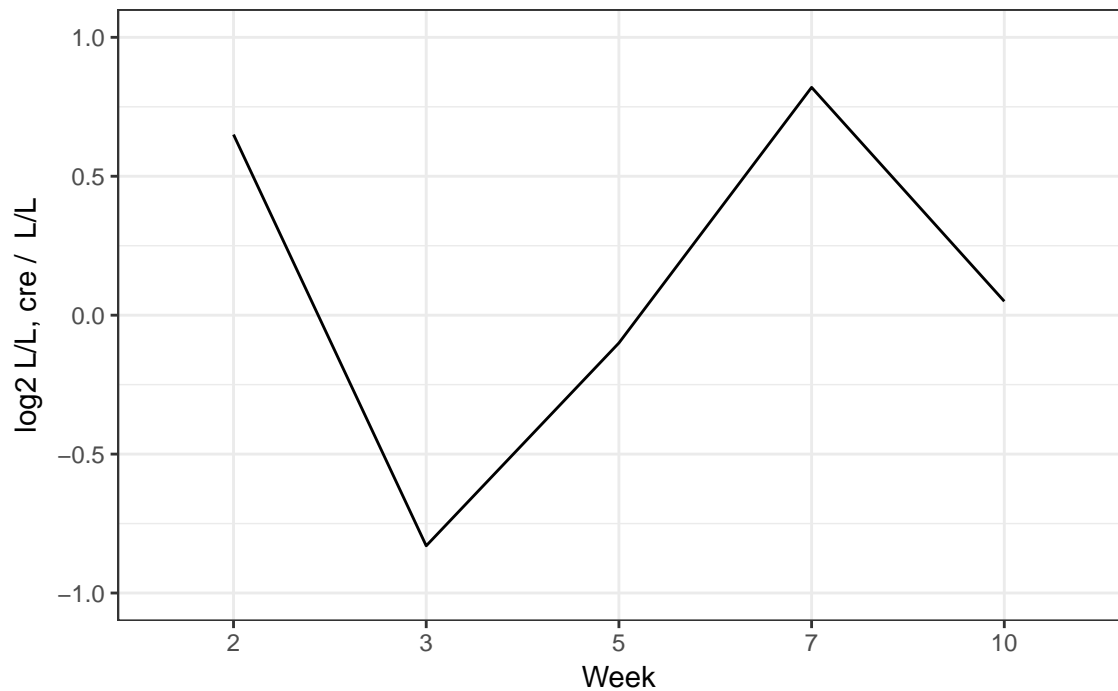

AUH / Q9JLZ3; adj.p value: 0.00146

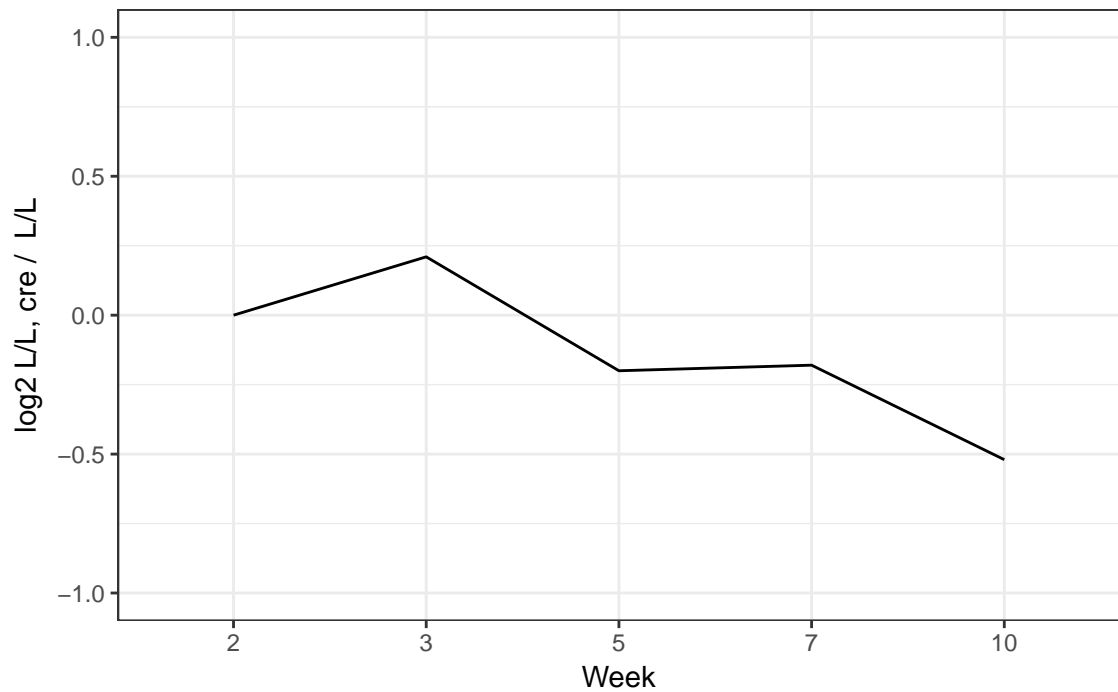

BAK1 / O08734; adj.p value: 0.77932

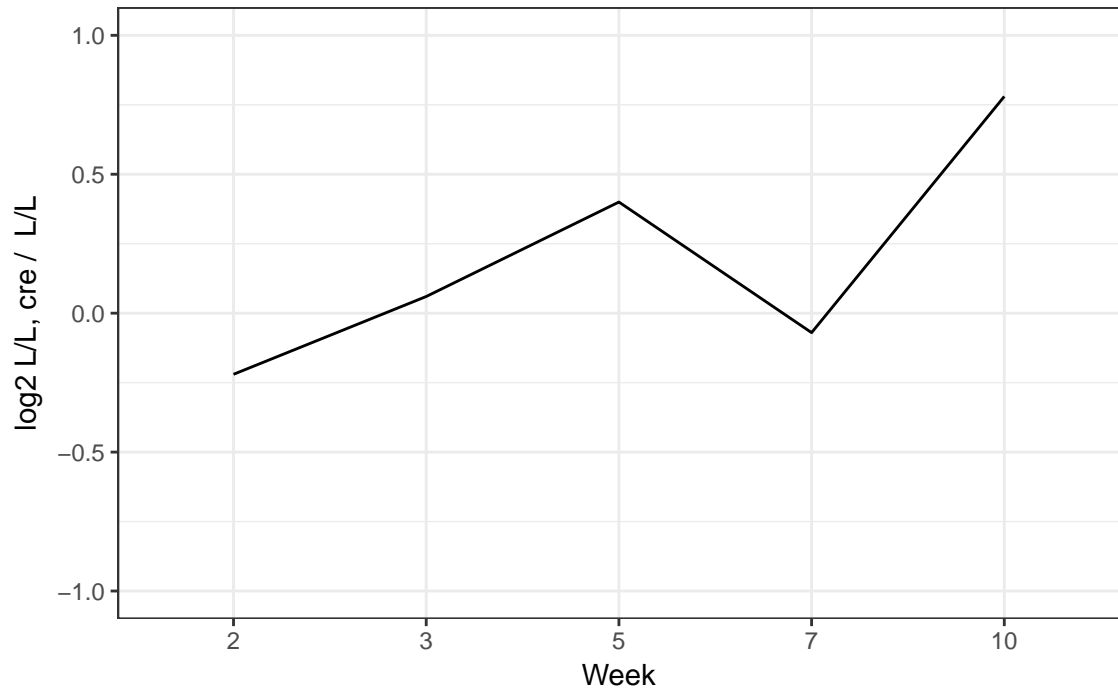

BCAT2 / O35855; adj.p value: 0.22254

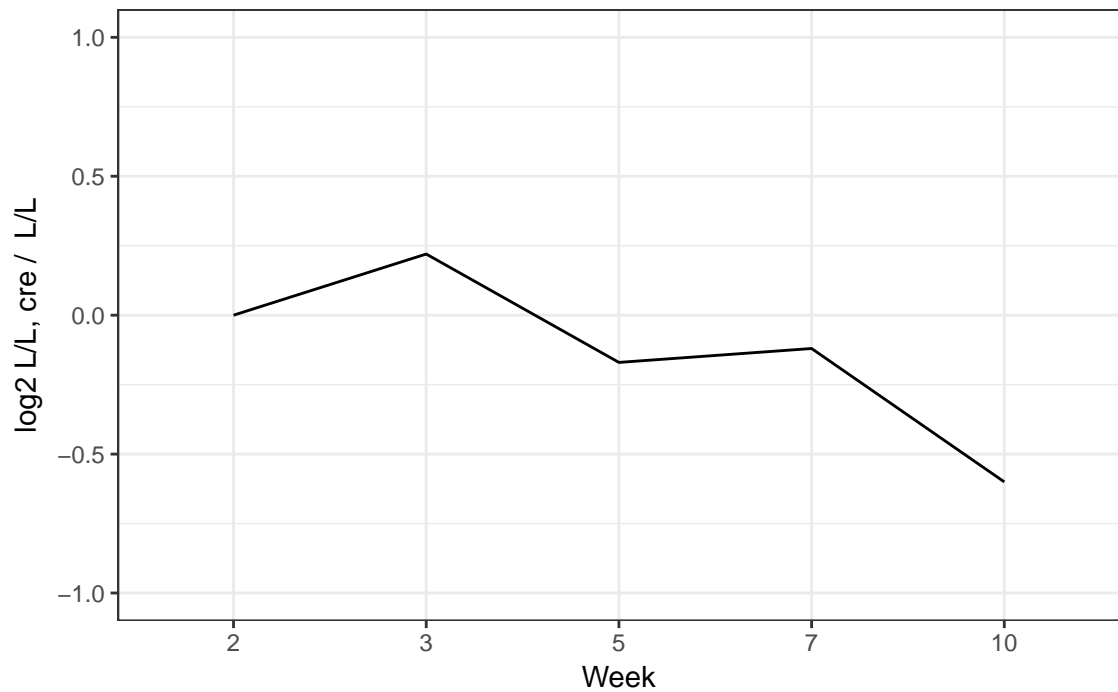

BCKDHA / Q3U3J1; adj.p value: 0.05008

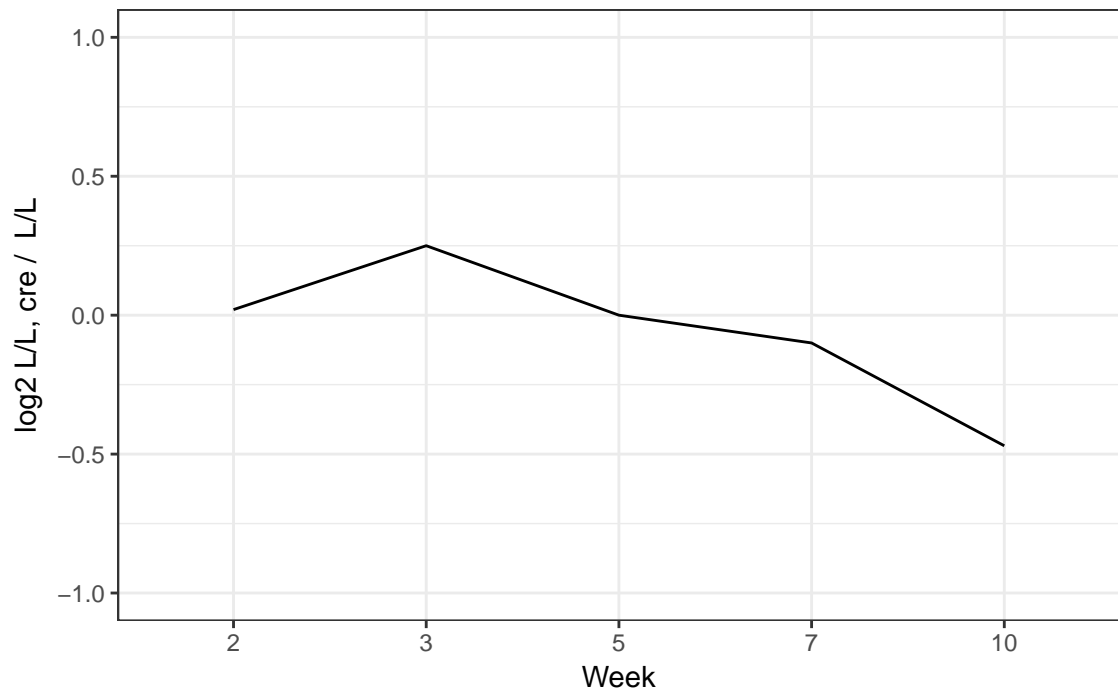

BCKDHB / Q6P3A8; adj.p value: 0.22094

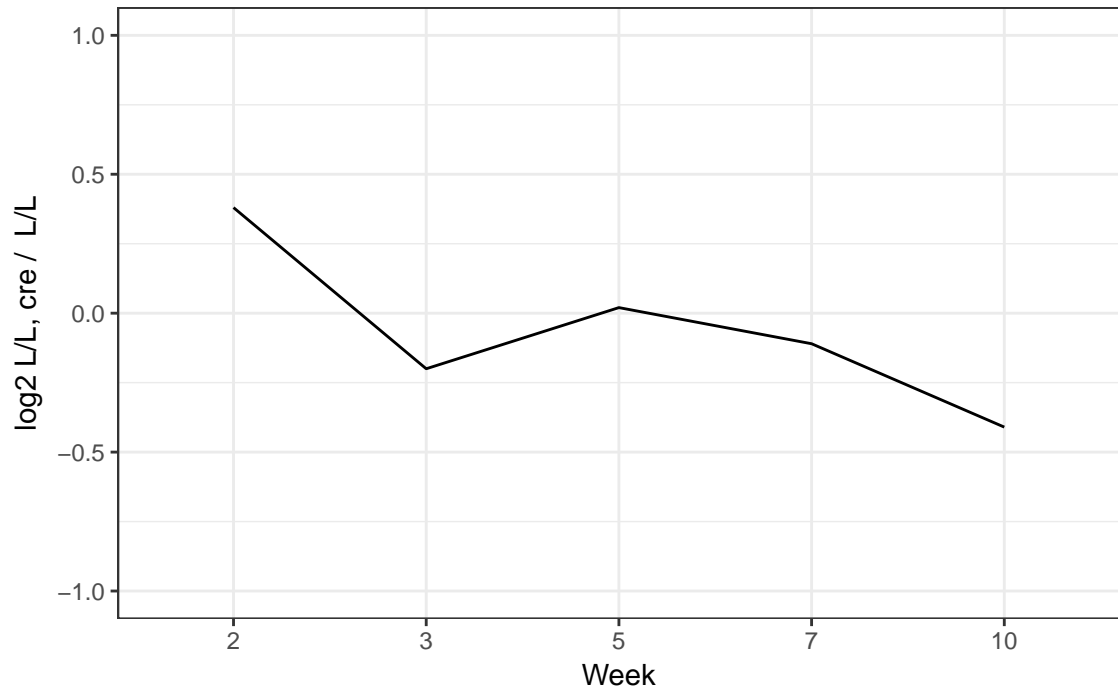

BCKDK / O55028; adj.p value: 0.30707

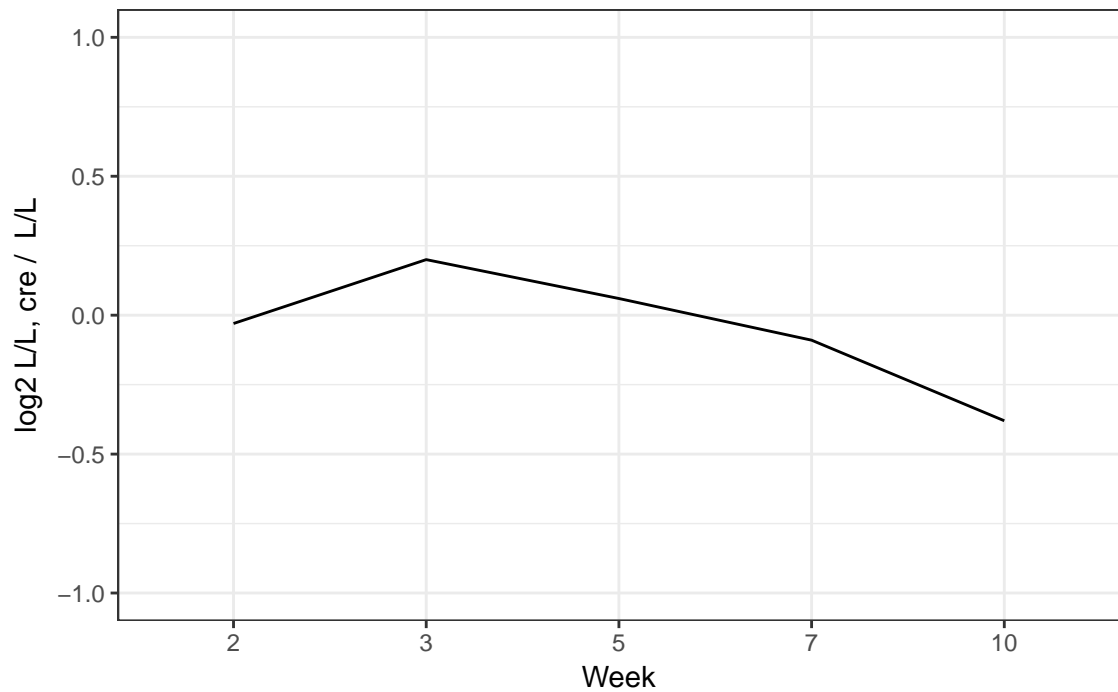

BCL2L13 / P59017; adj.p value: 0.50134

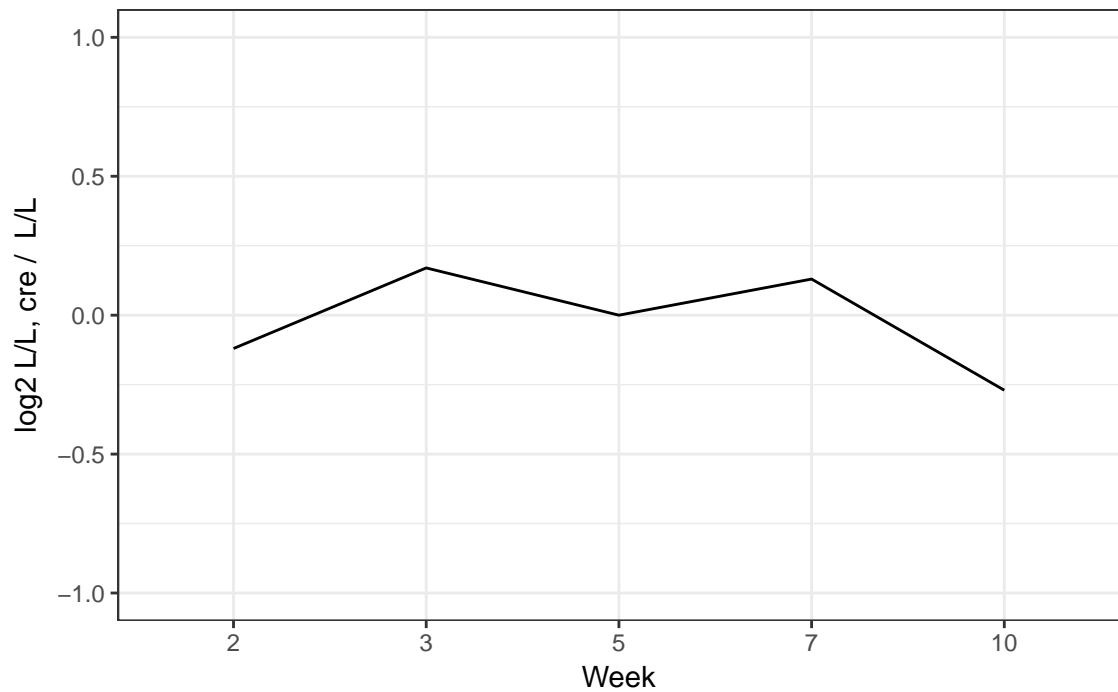

BCS1L / Q9CZP5; adj.p value: 0.30801

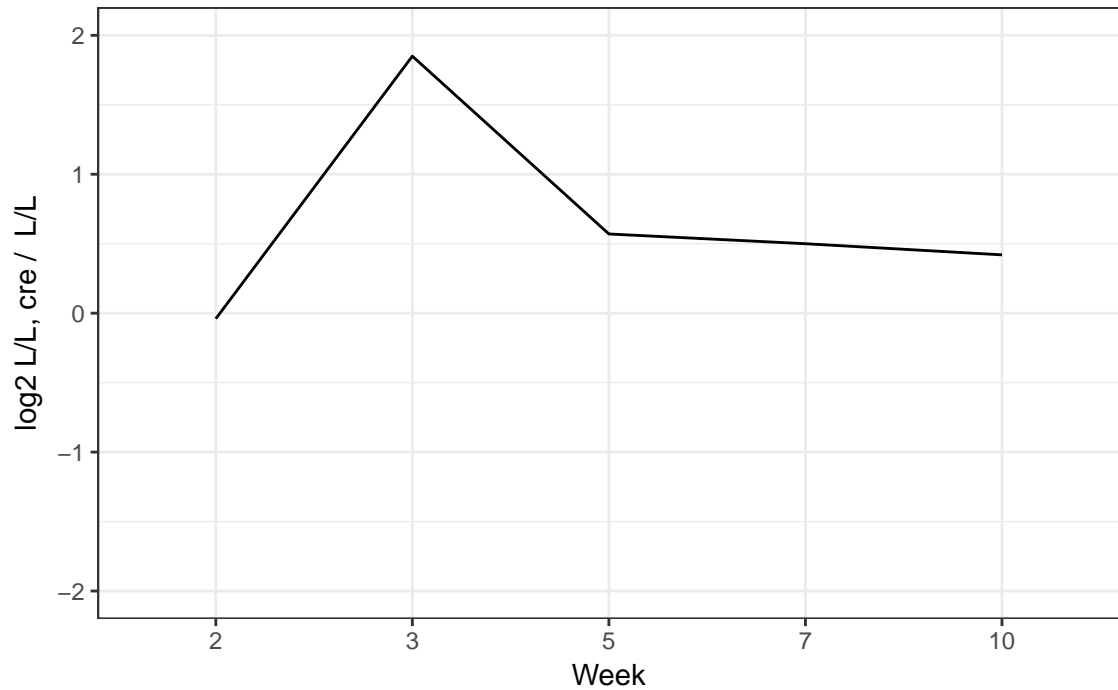

BDH1 / Q80XN0; adj.p value: 0.51989

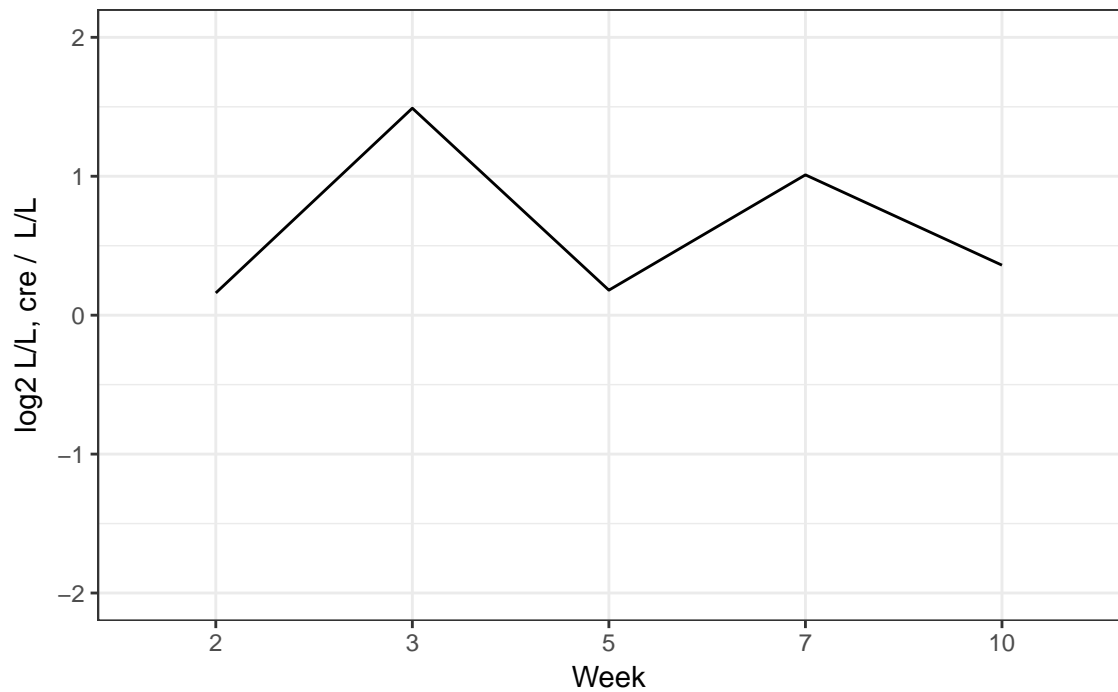

BNIP3 / O55003; adj.p value: 0.05022

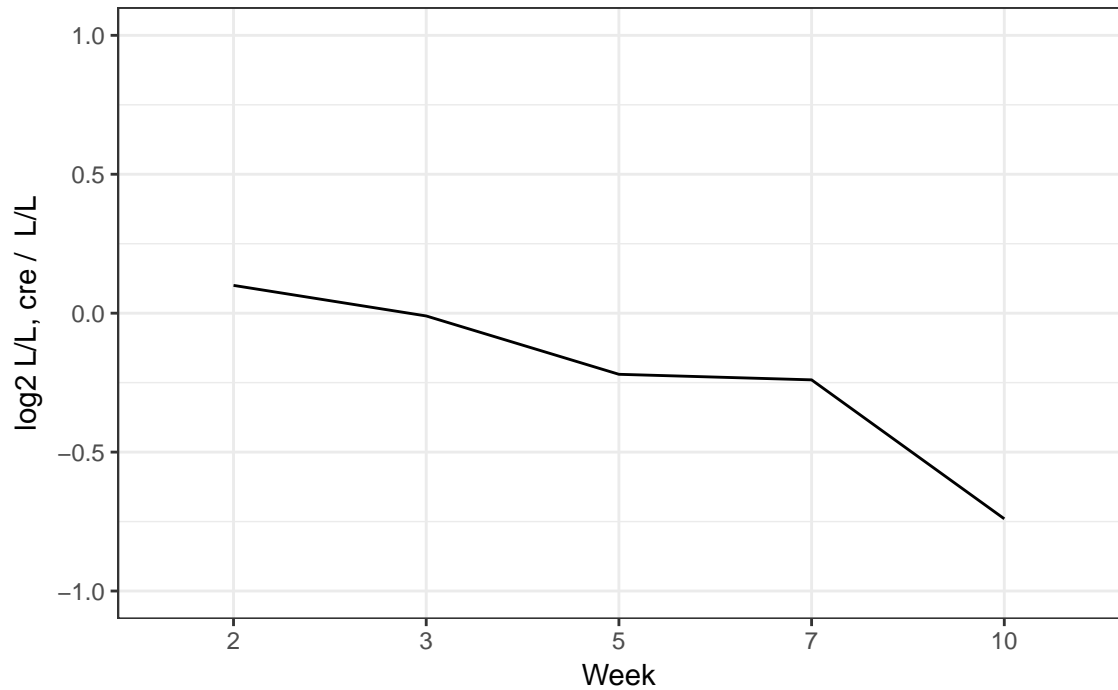

BOLA1 / Q9D8S9; adj.p value: 0.00469

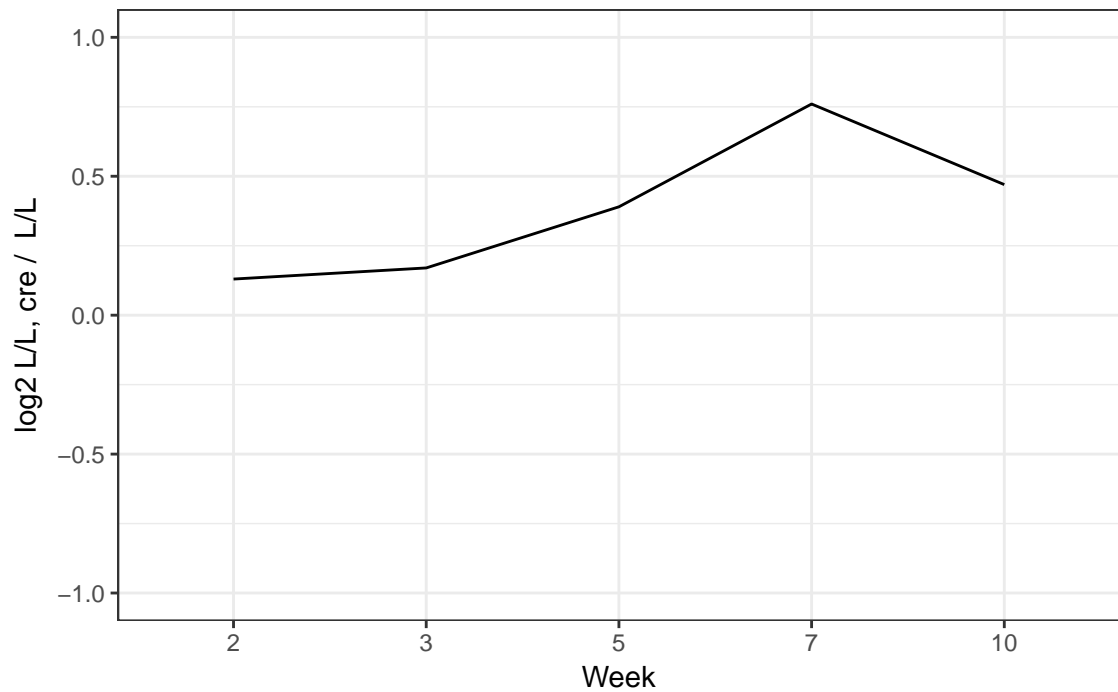

BPHL / Q8R164; adj.p value: 0.29589

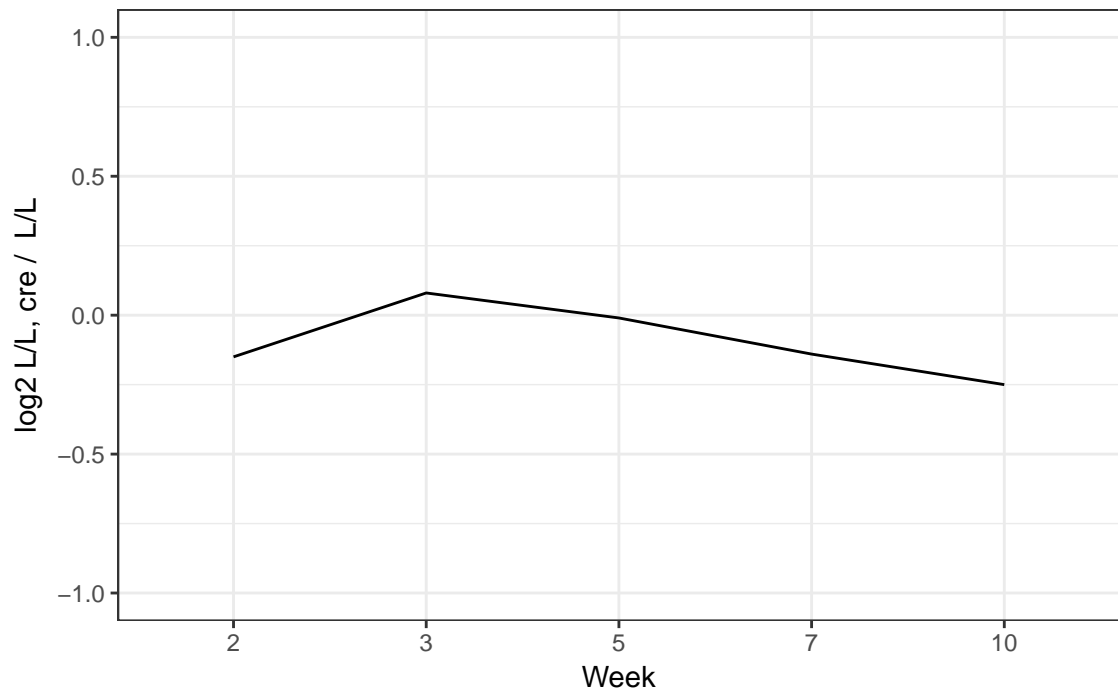

C1QBP / Q8R5L1; adj.p value: 0.00025

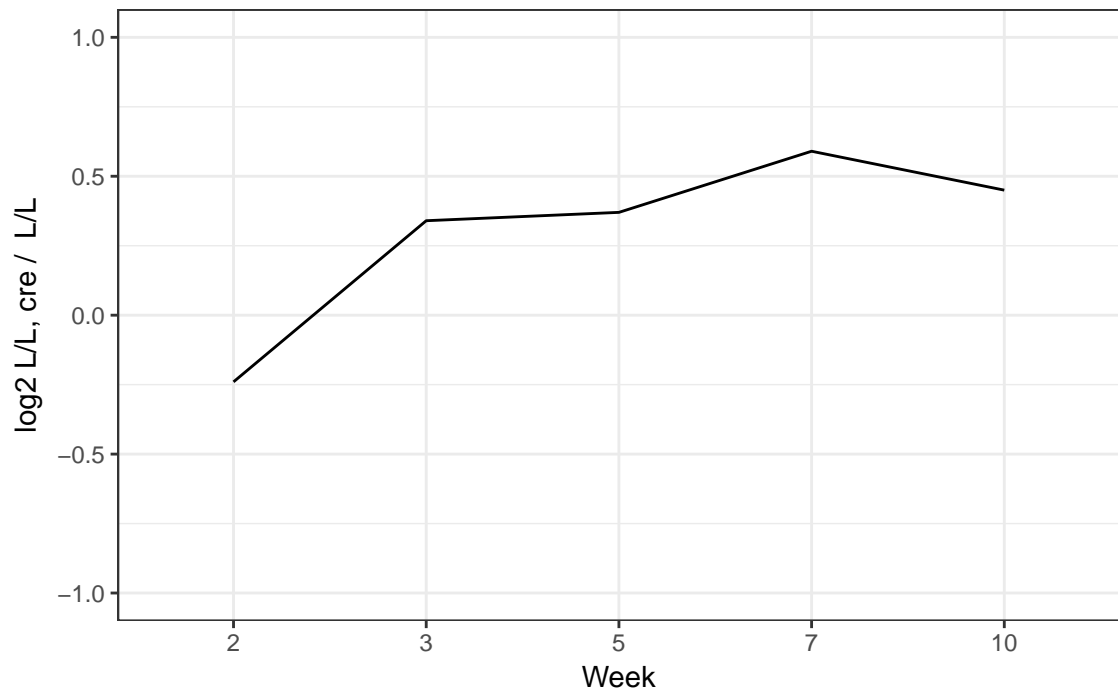

CARKD / J3QMM7; adj.p value: 0.23058

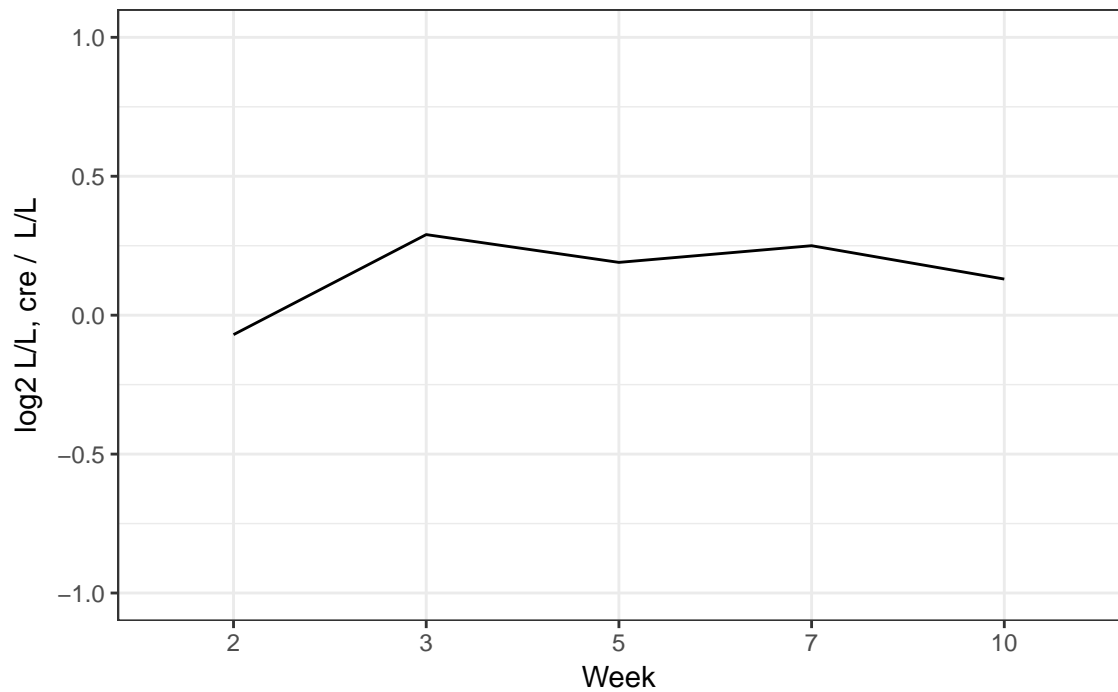

CARS2 / Q8BYM8; adj.p value: 0.31626

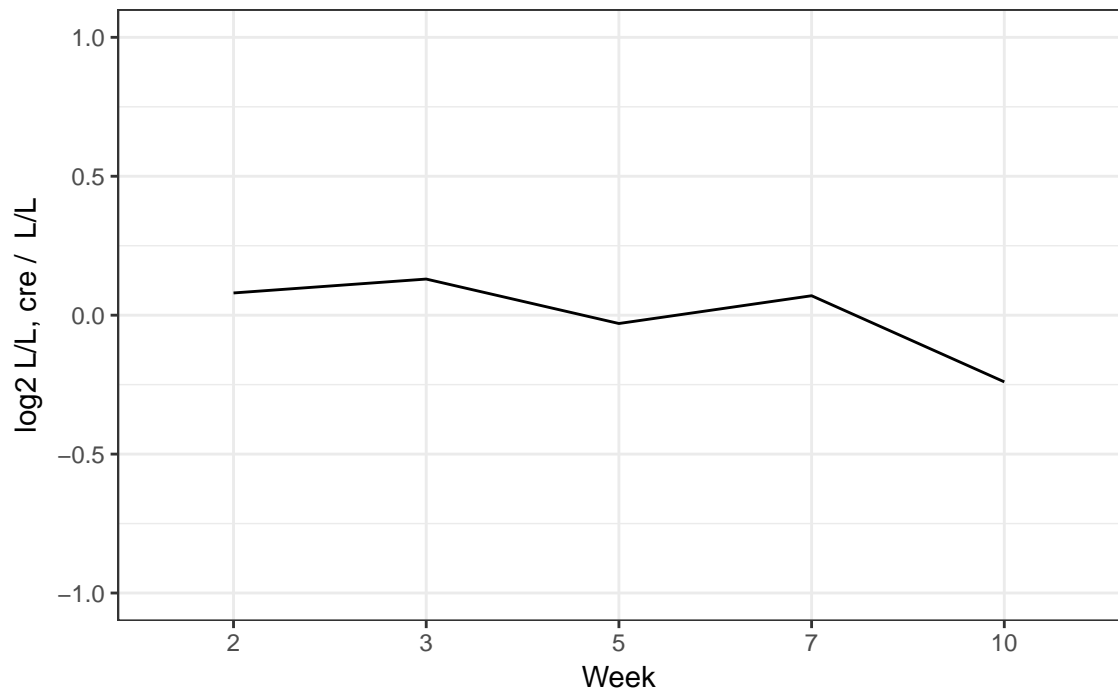

CAT / P24270; adj.p value: 0.06229

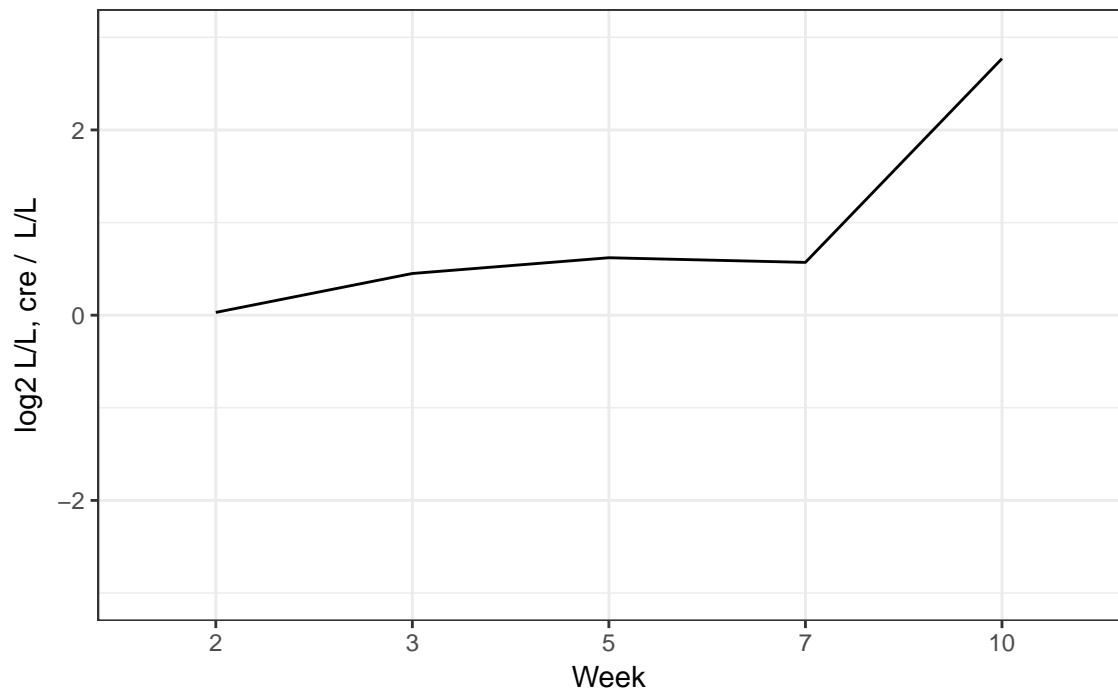

CBR2 / P08074; adj.p value: 0

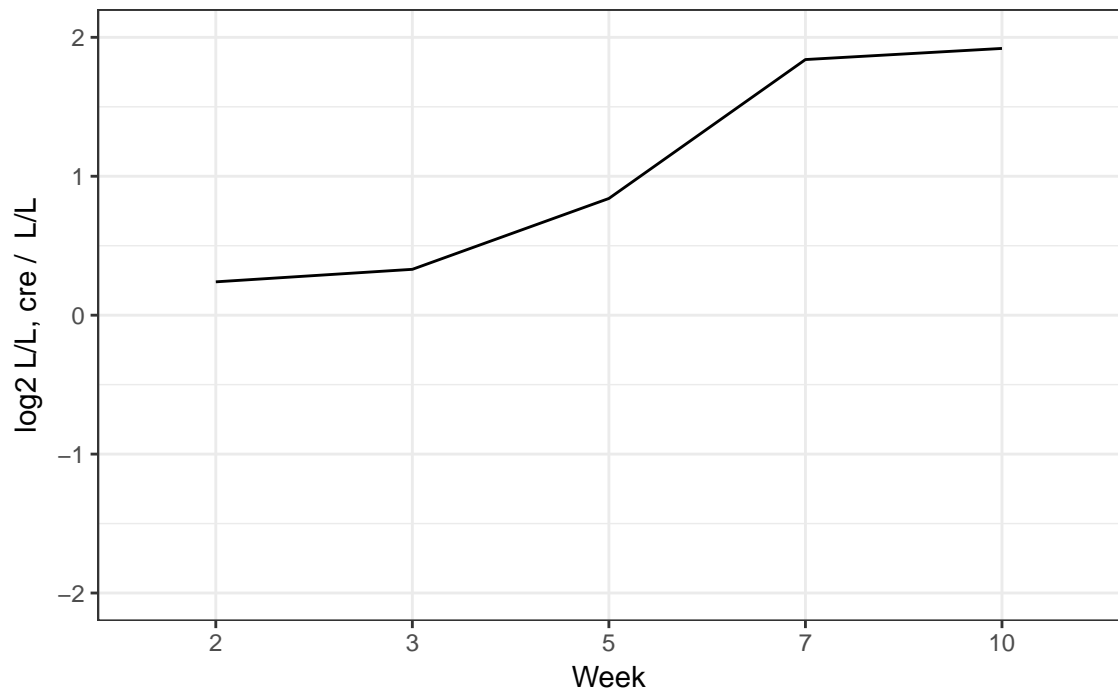

CBR4 / Q91VT4; adj.p value: 0.12059

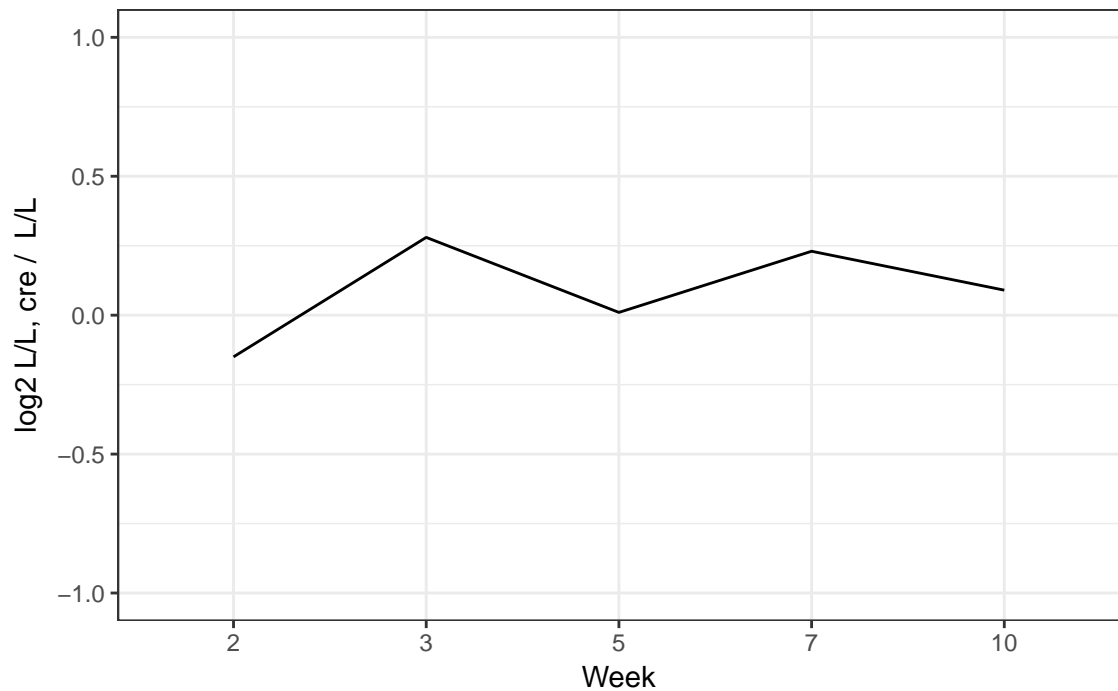

CCBL2 / Q71RI9-2; adj.p value: 0.8405

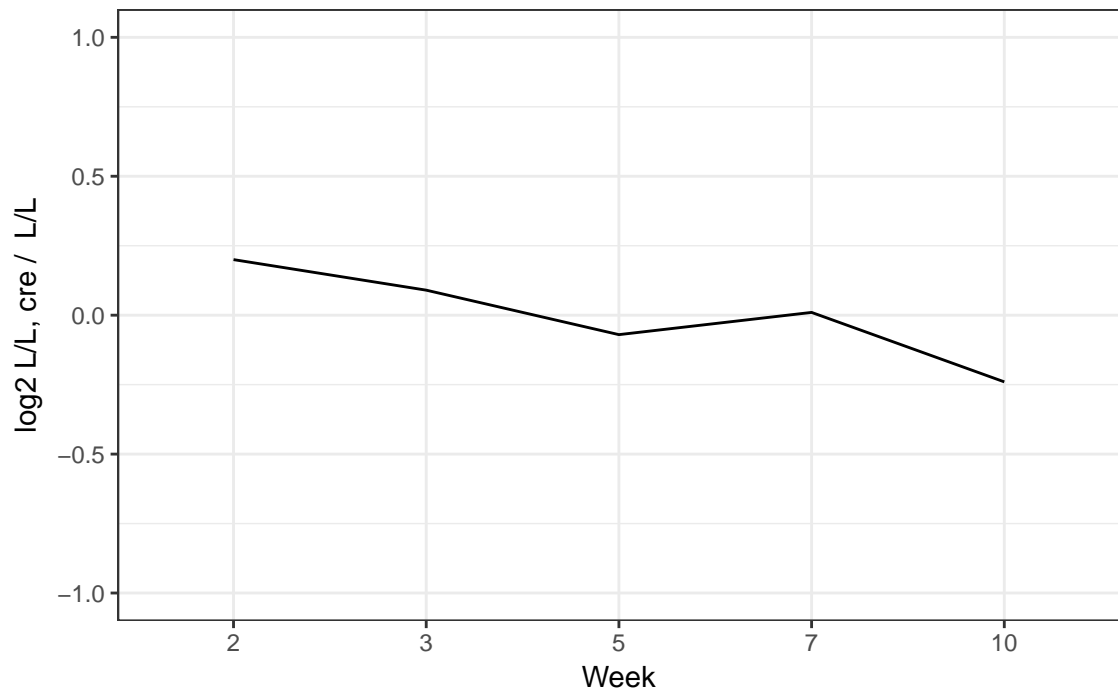

CCDC127 / Q3TC33; adj.p value: 0.27458

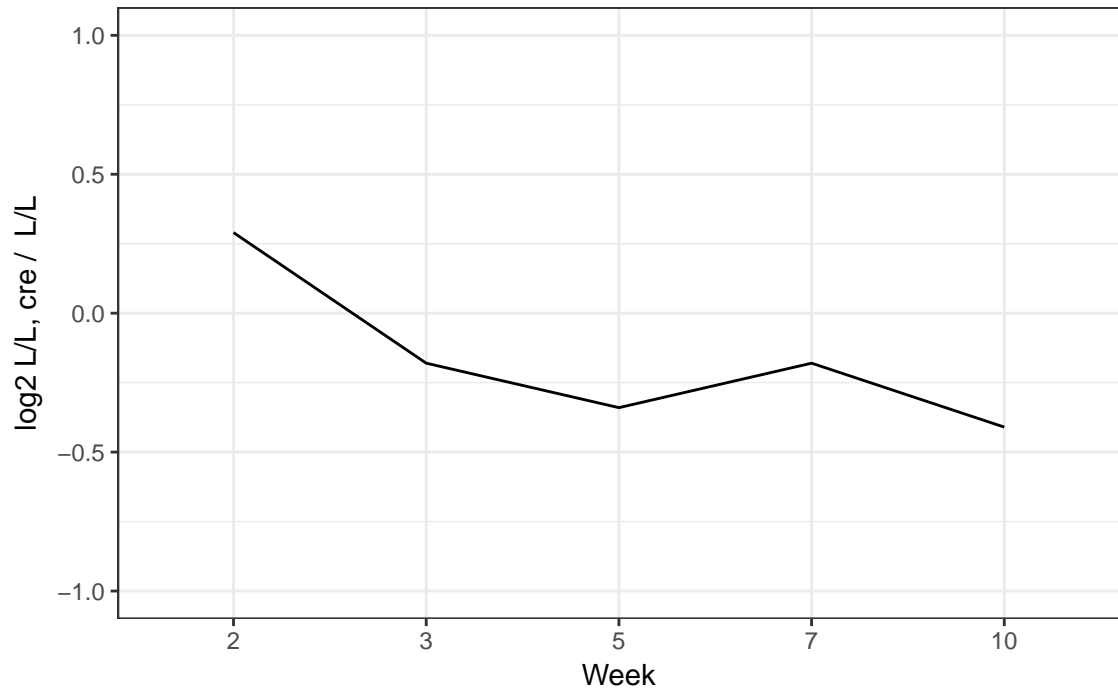

CCDC51 / Q3URS9-2; adj.p value: 3e-05

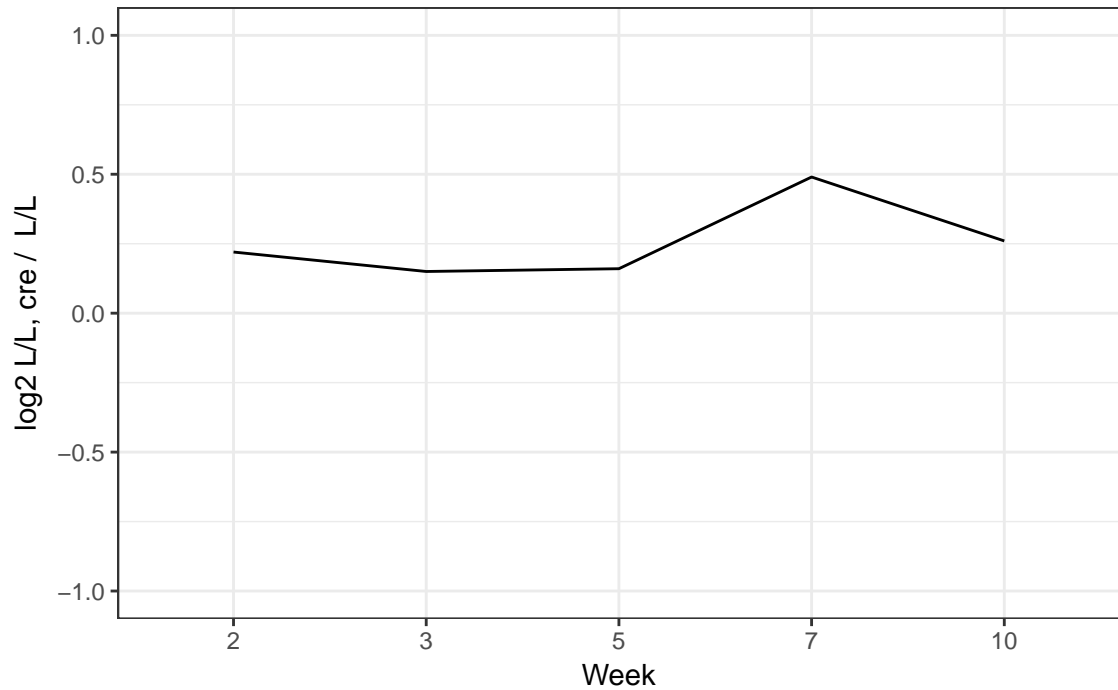

CCDC58 / F8WJl3; adj.p value: 0.3453

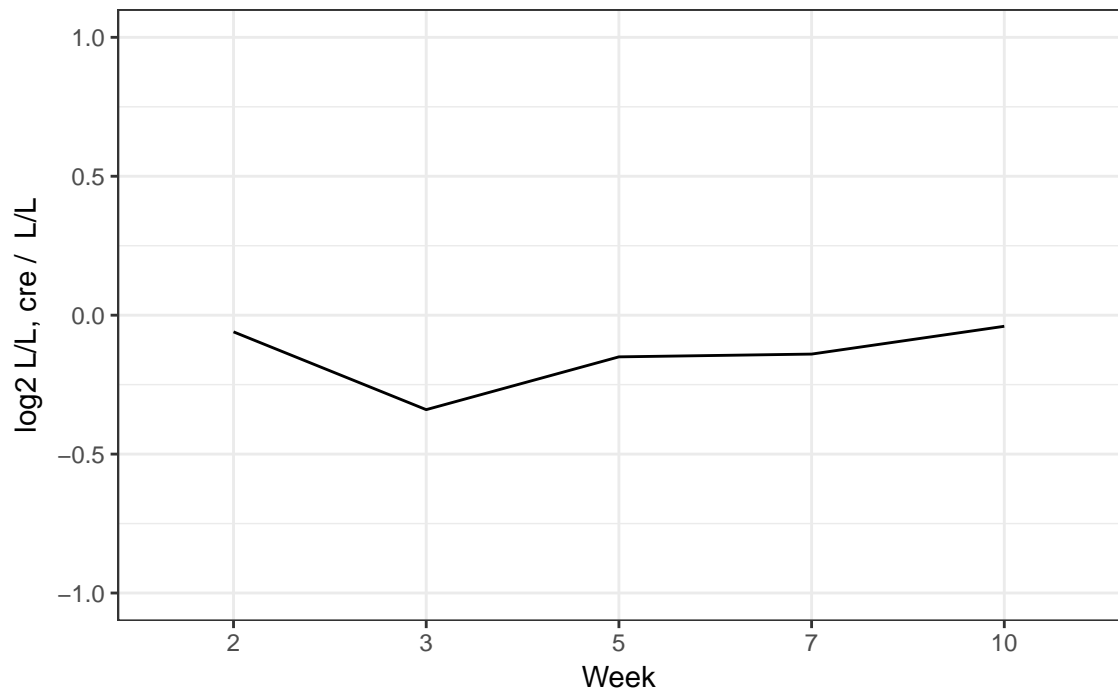

CCDC90B / Q8C3X2; adj.p value: 0.00404

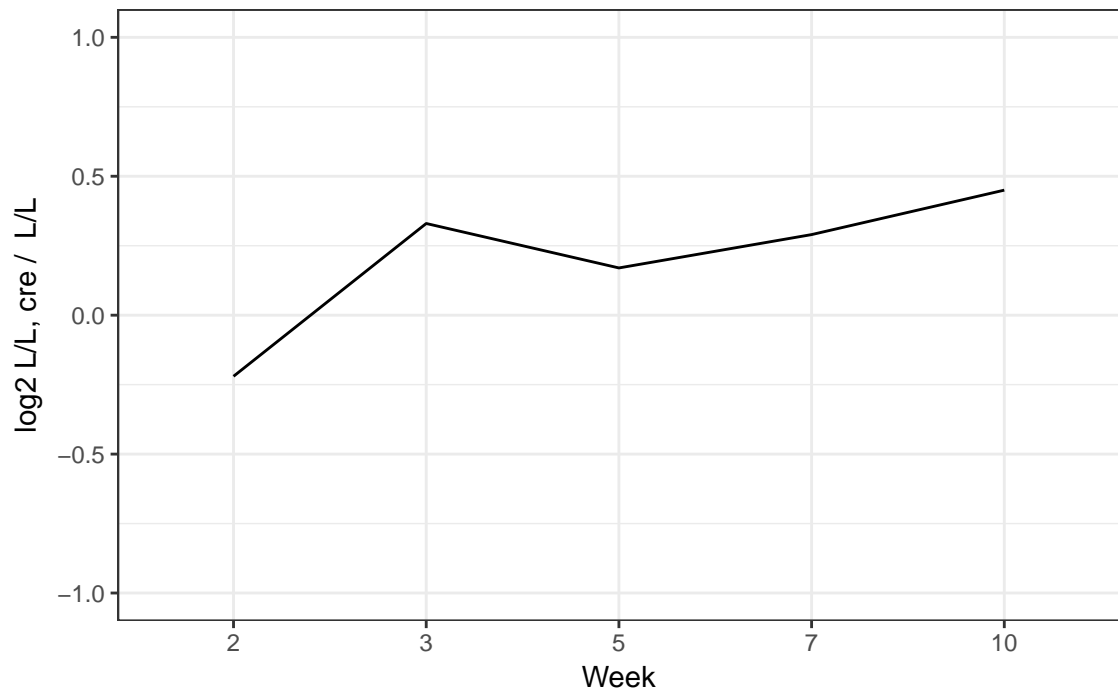

CCSMST1 / Q6RUT7; adj.p value: 0.06173

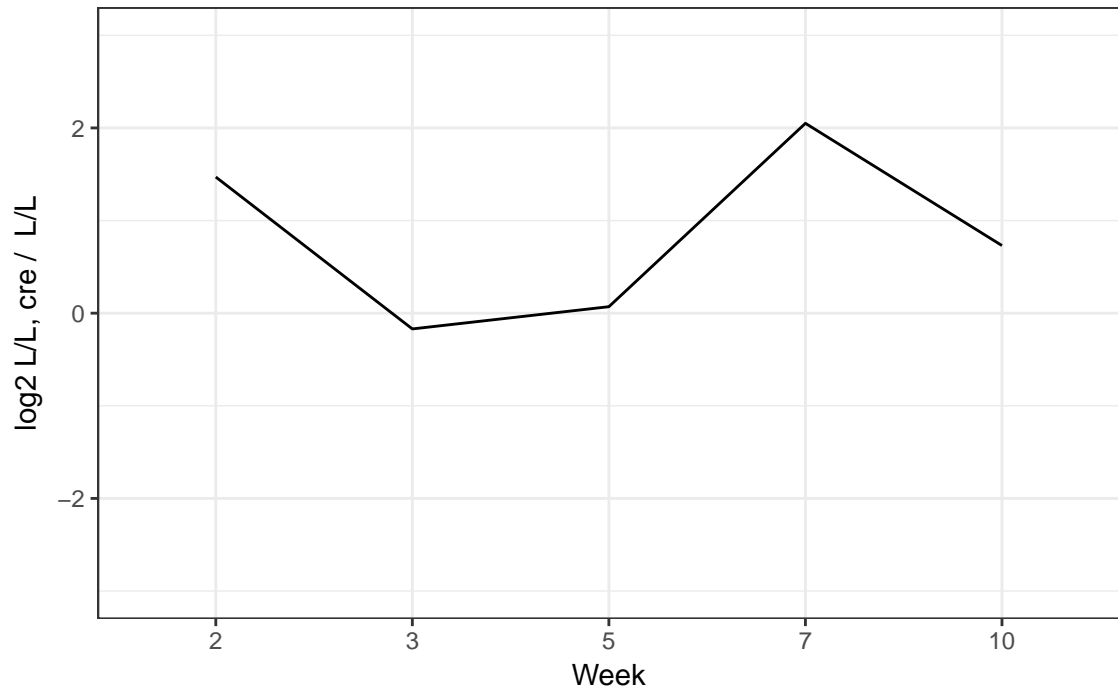

CEBPZOS / Q8BTE5; adj.p value: 0.32548

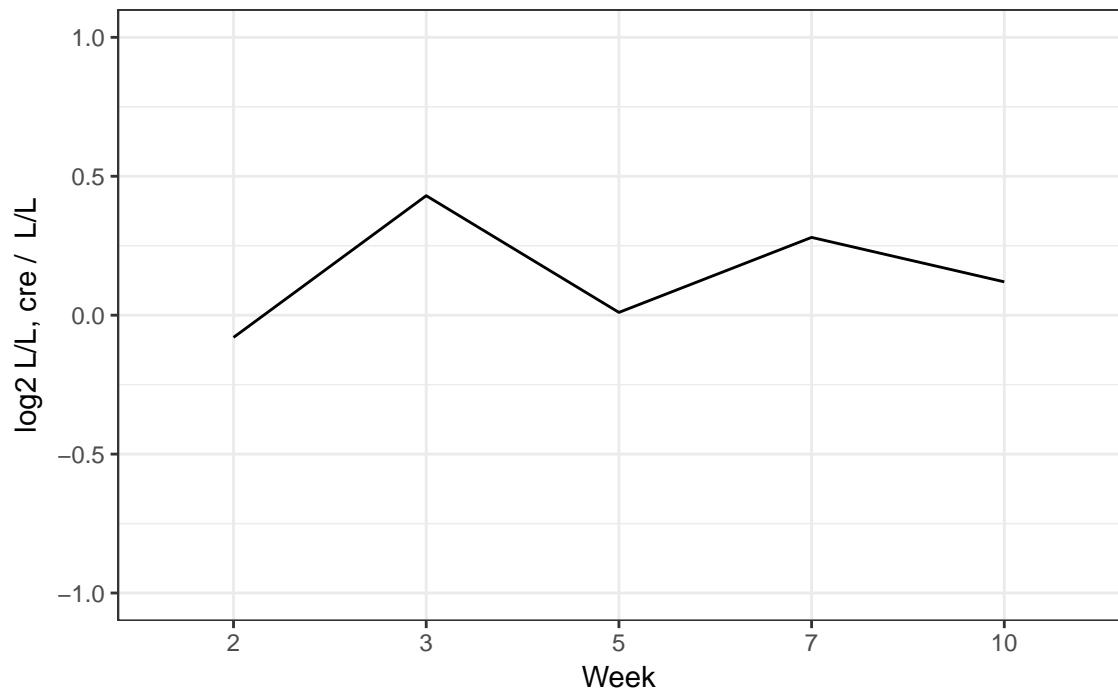

CECR5 / Q91WM2; adj.p value: 0.31754

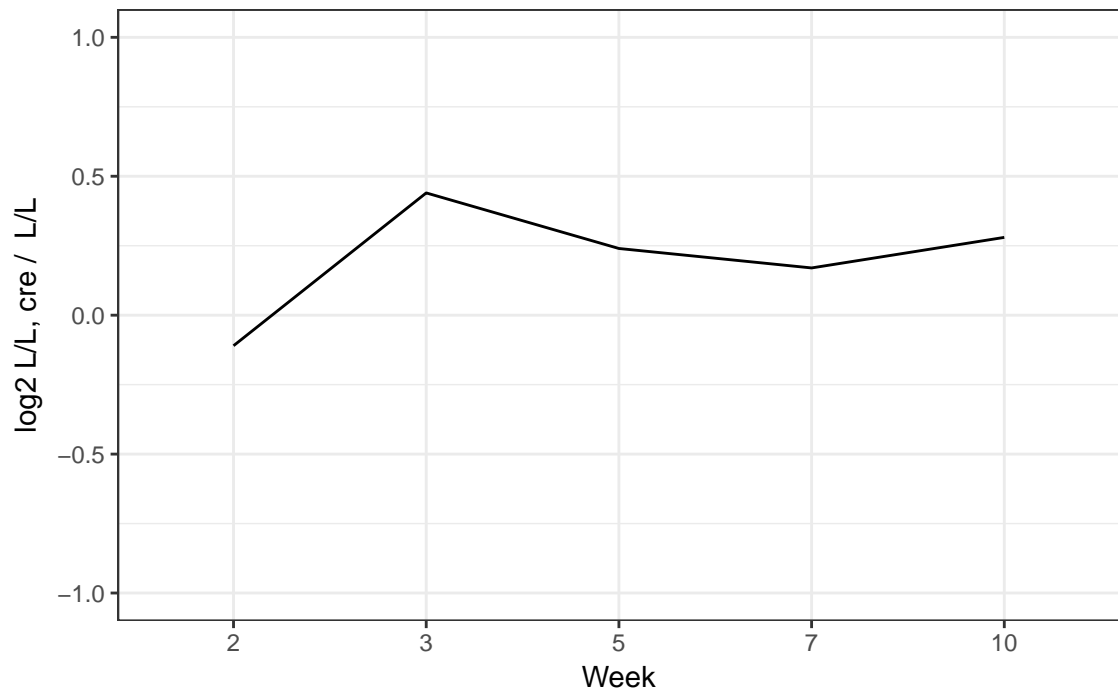

CHCHD10 / Q7TNL9; adj.p value: 0.67032

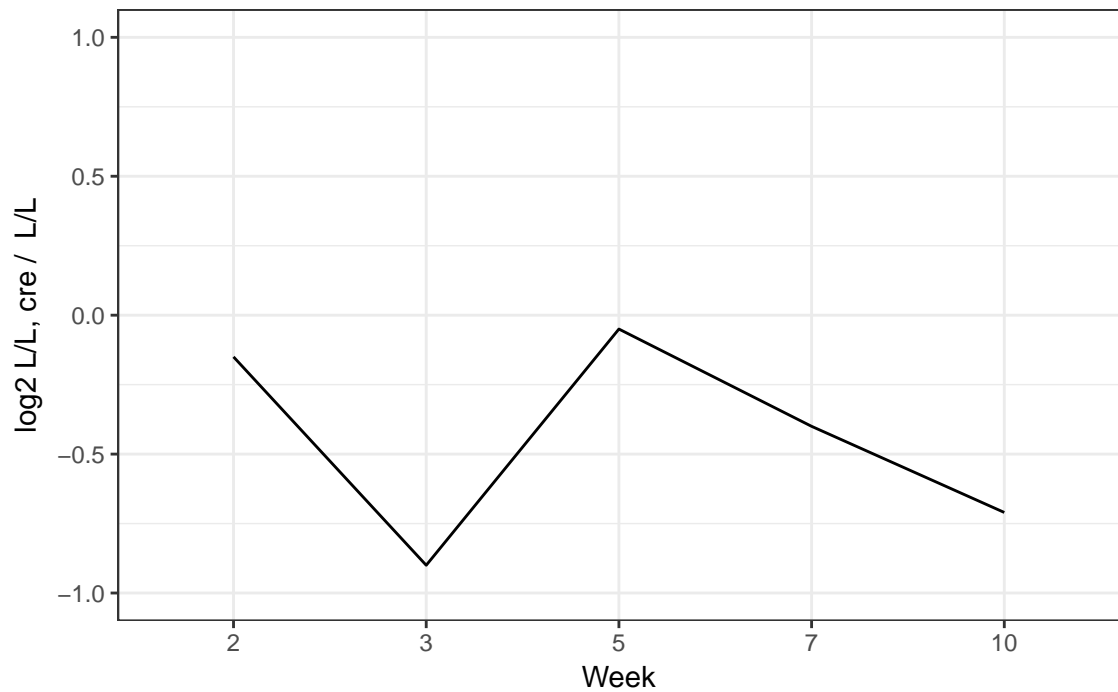

CHCHD2 / Q9D1L0; adj.p value: 1e-05

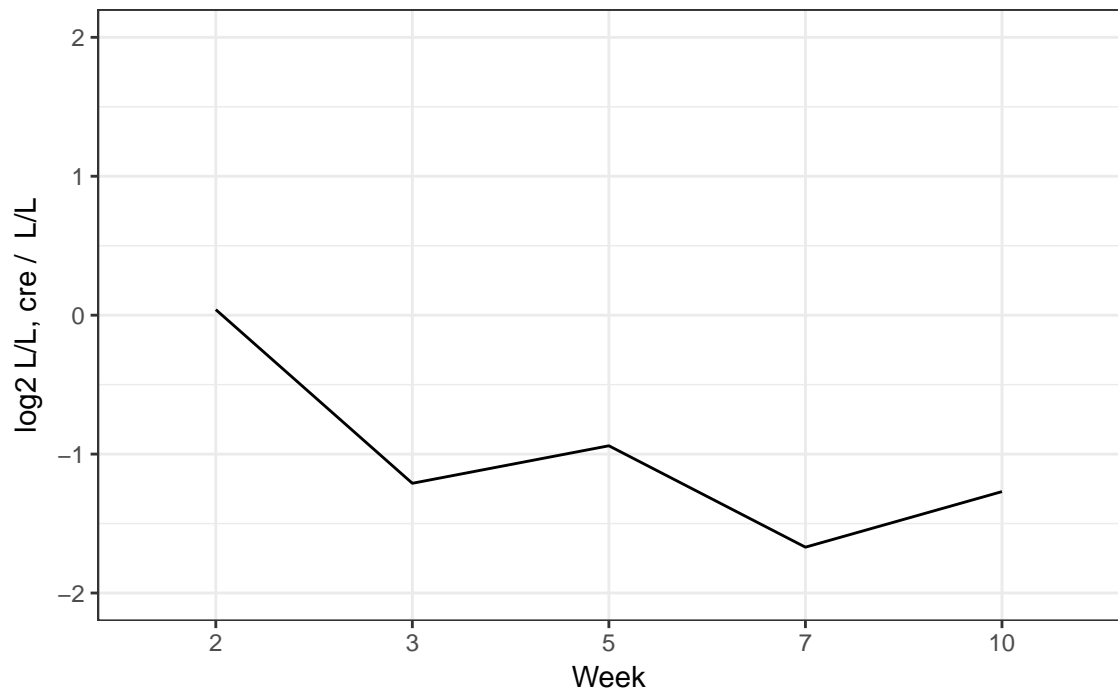

CHCHD3 / Q9CRB9; adj.p value: 0.67826

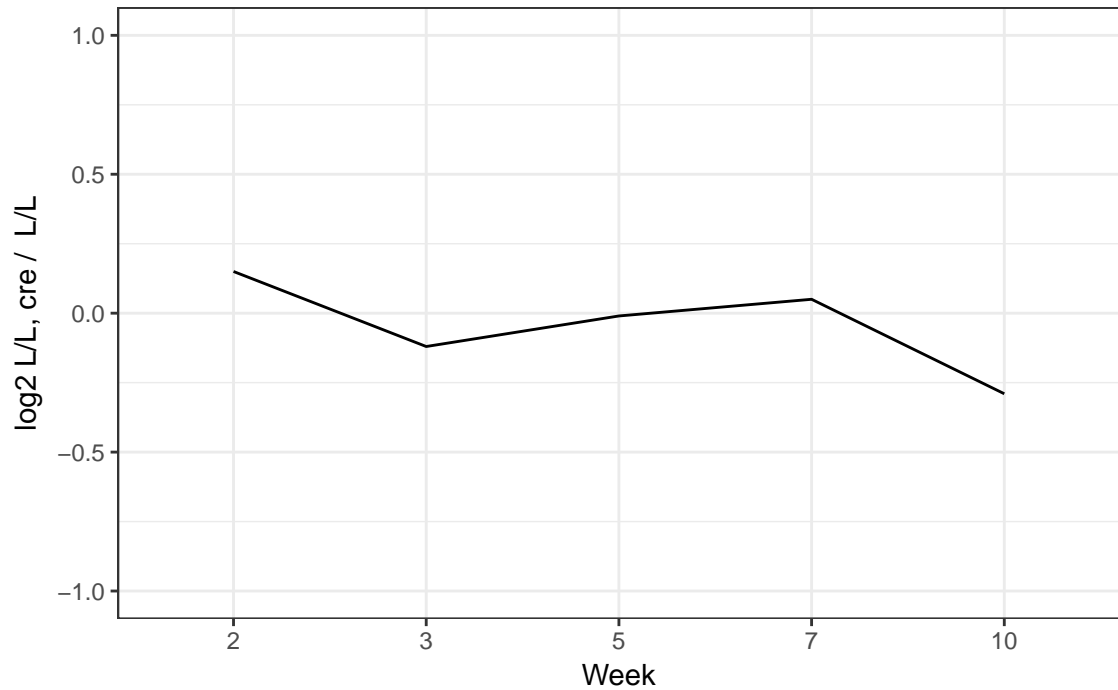

CHCHD4 / Q8VEA4; adj.p value: 0.15879

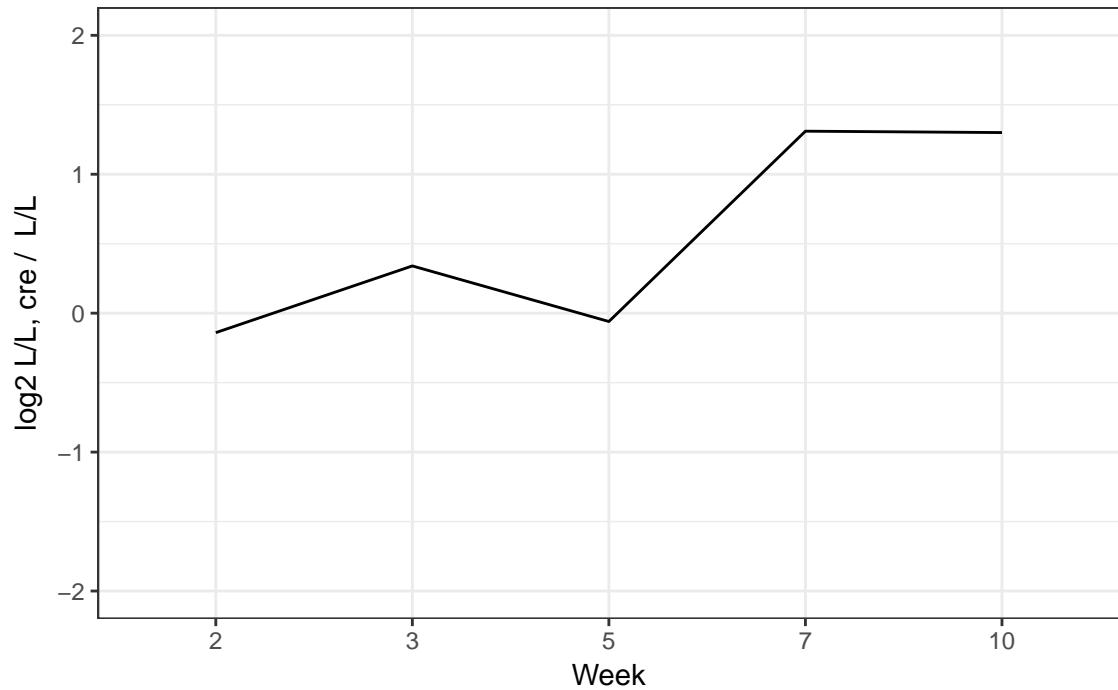

CHCHD6 / Q91VN4; adj.p value: 0

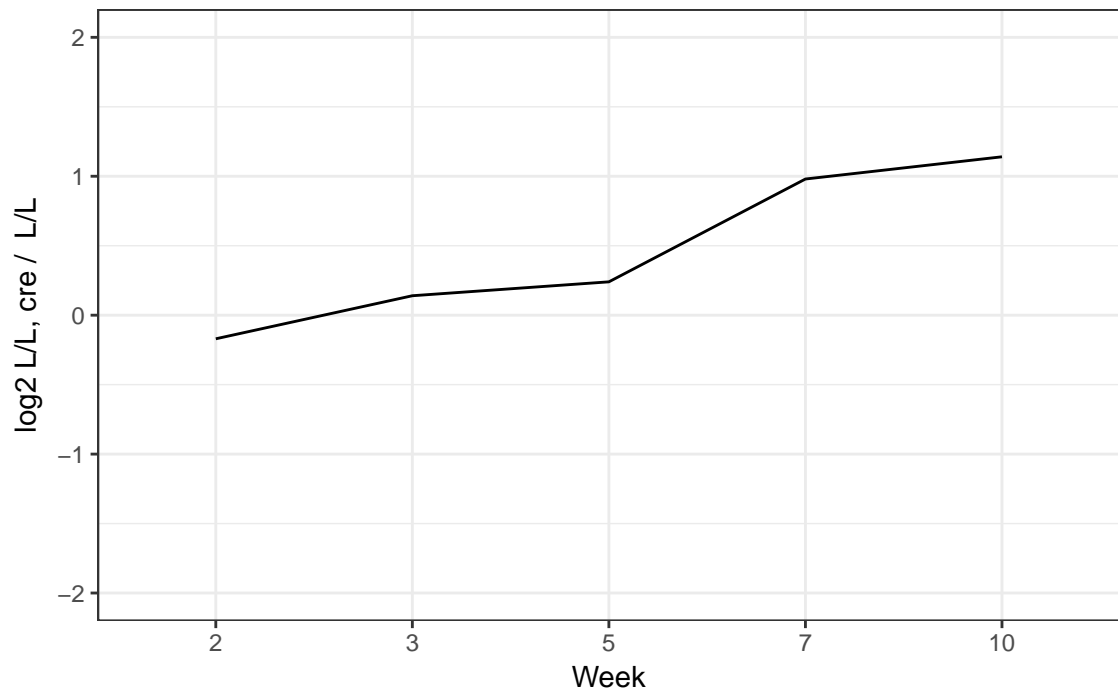

CHCHD7 / Q8K2Q5; adj.p value: 0.02799

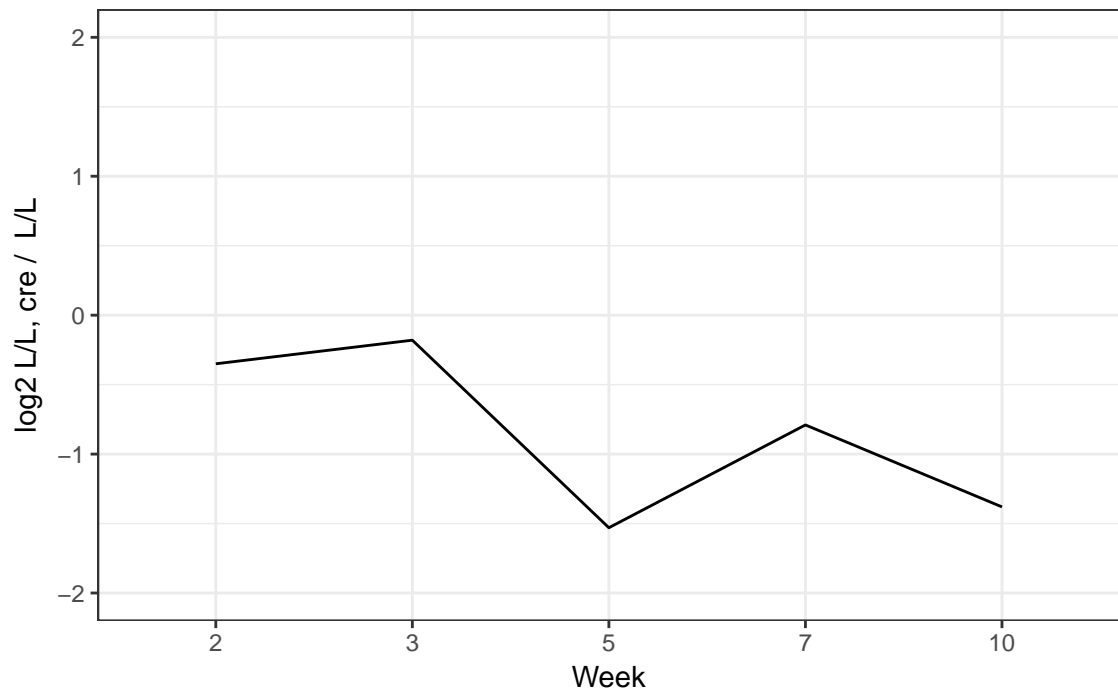

CISD1 / Q91WS0; adj.p value: 0.21722

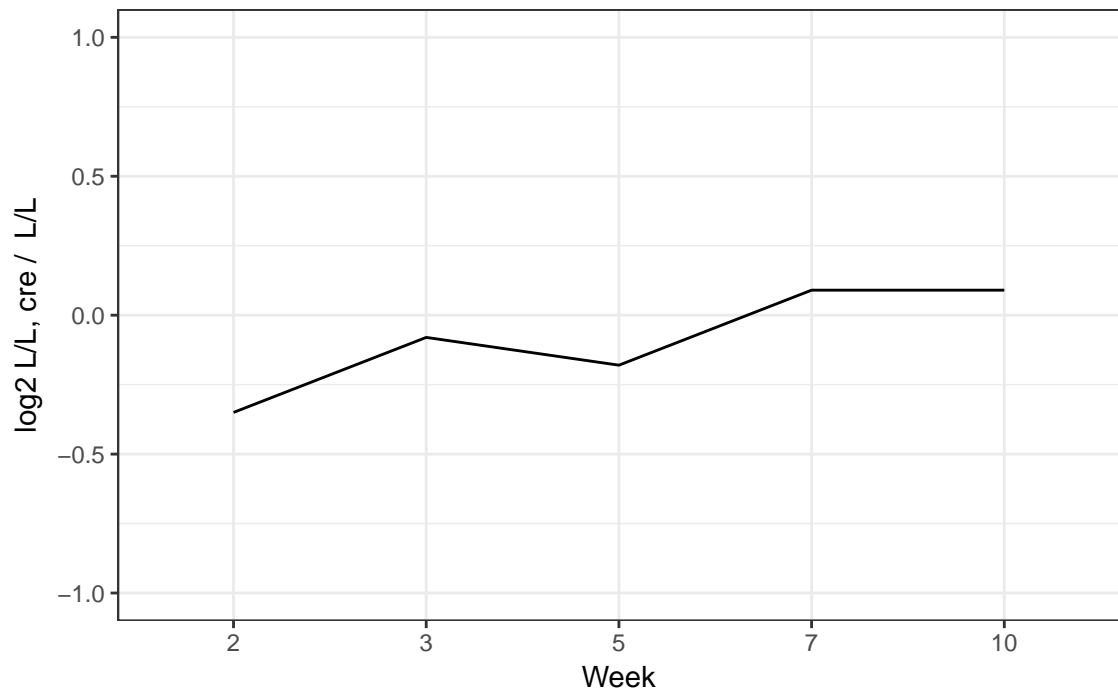

CISD3 / Z4YKM2; adj.p value: 0.00095

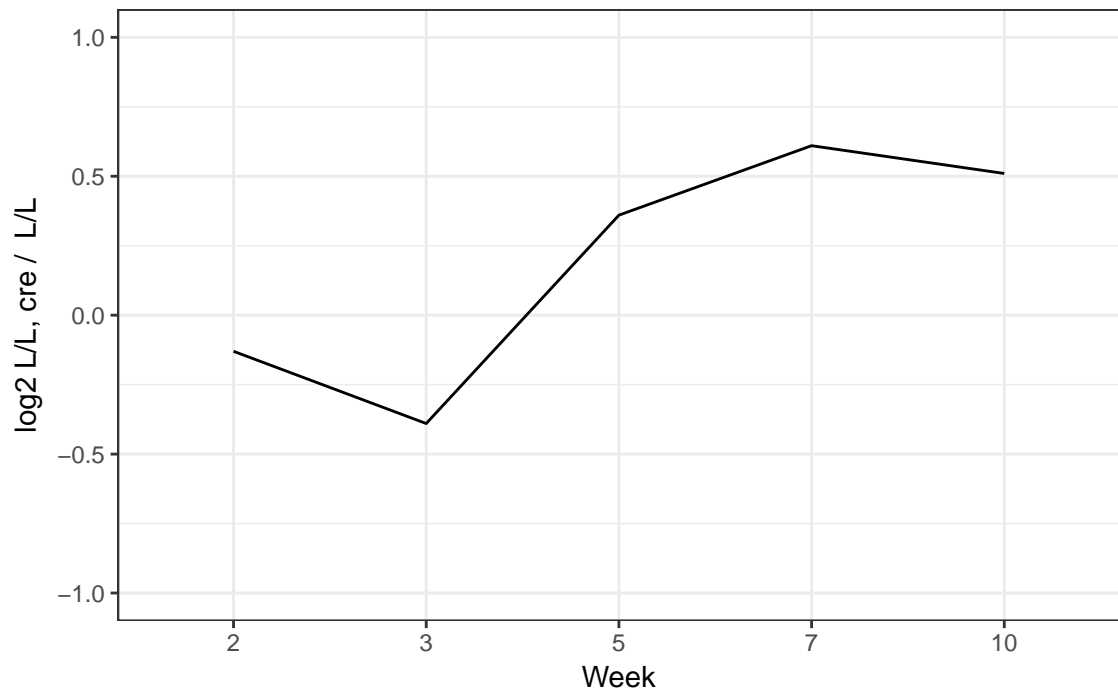

CKMT2 / Q6P8J7; adj.p value: 0.11651

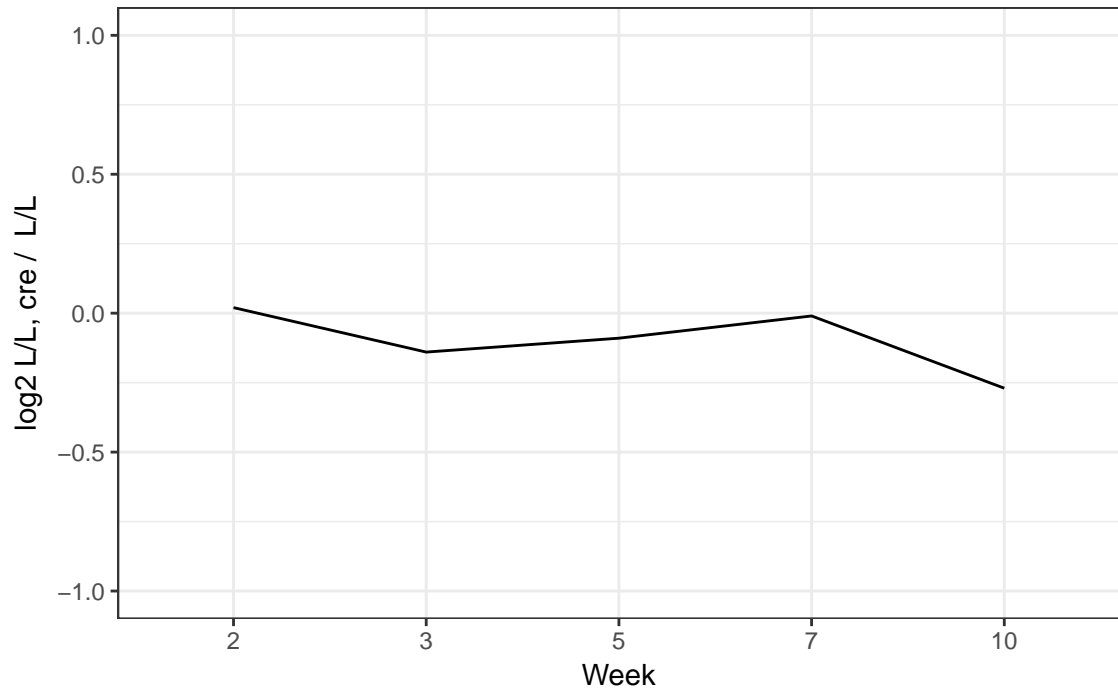

CLPB / Q60649; adj.p value: 4e-05

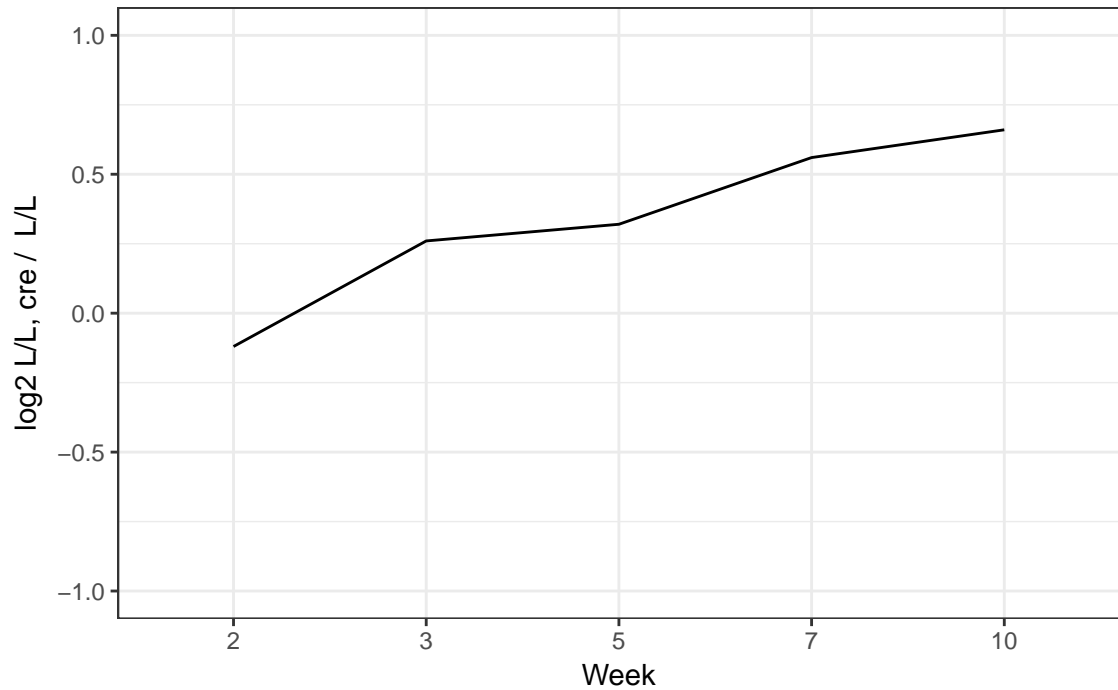

CLPP / O88696; adj.p value: 0.68736

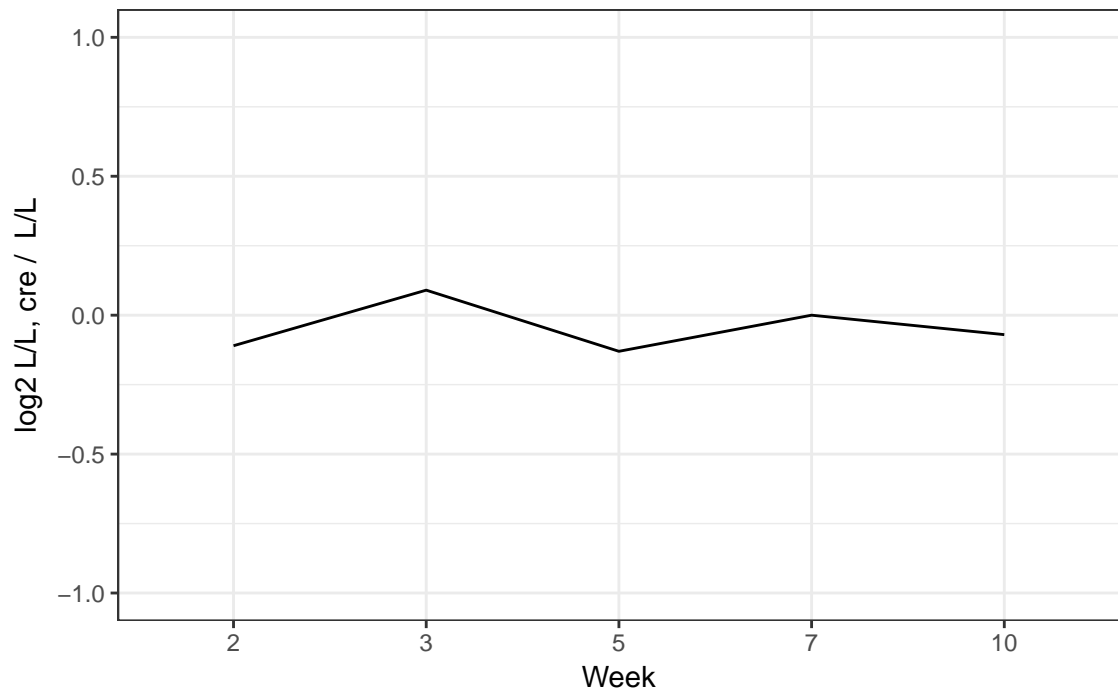

CLPX / Q9JHS4; adj.p value: 0

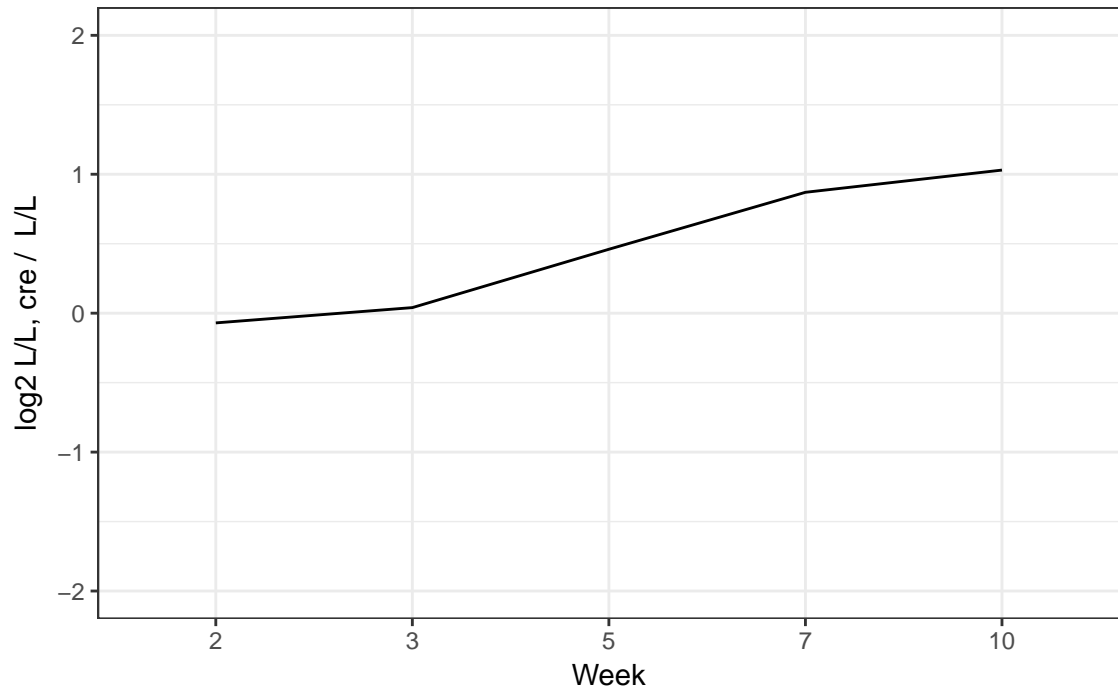

CLYBL / Q8R4N0; adj.p value: 0.25076

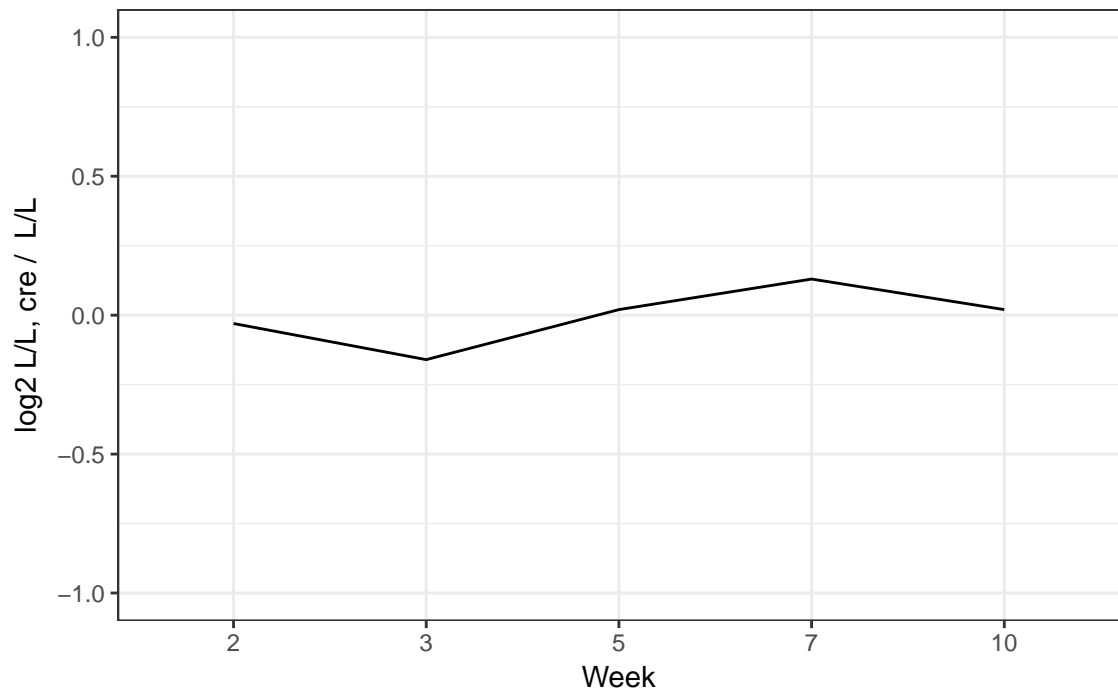

CMC1 / Q9CPZ8; adj.p value: 0.07613

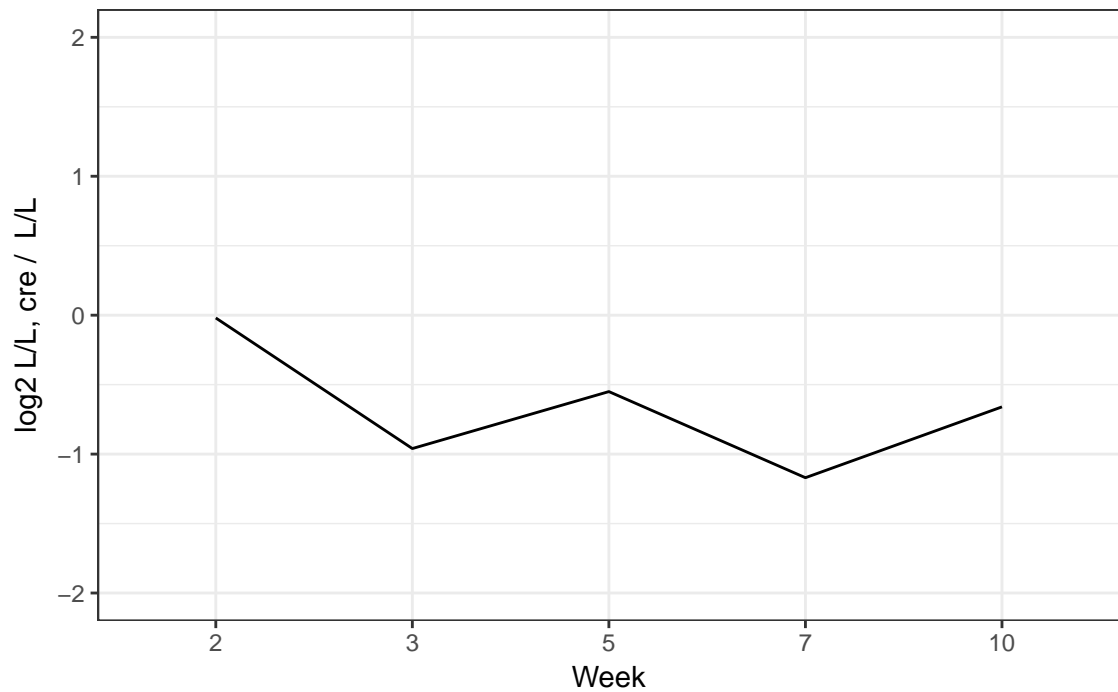

CMC2 / Q8K199; adj.p value: 0.07774

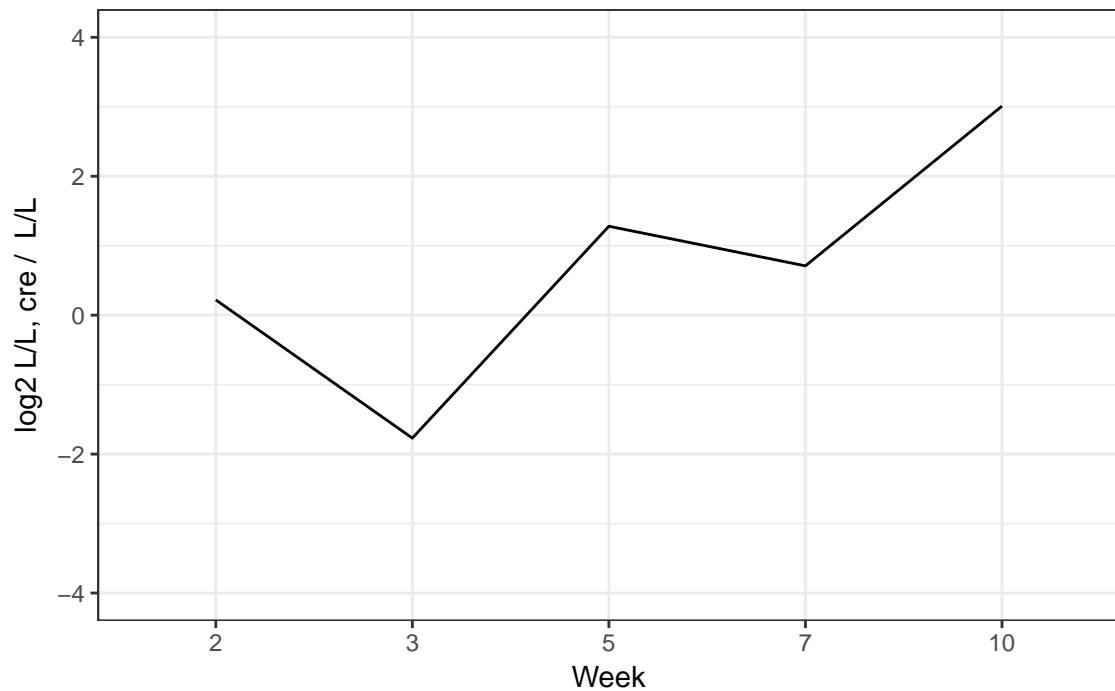

COA3 / Q9D2R6; adj.p value: 0.00469

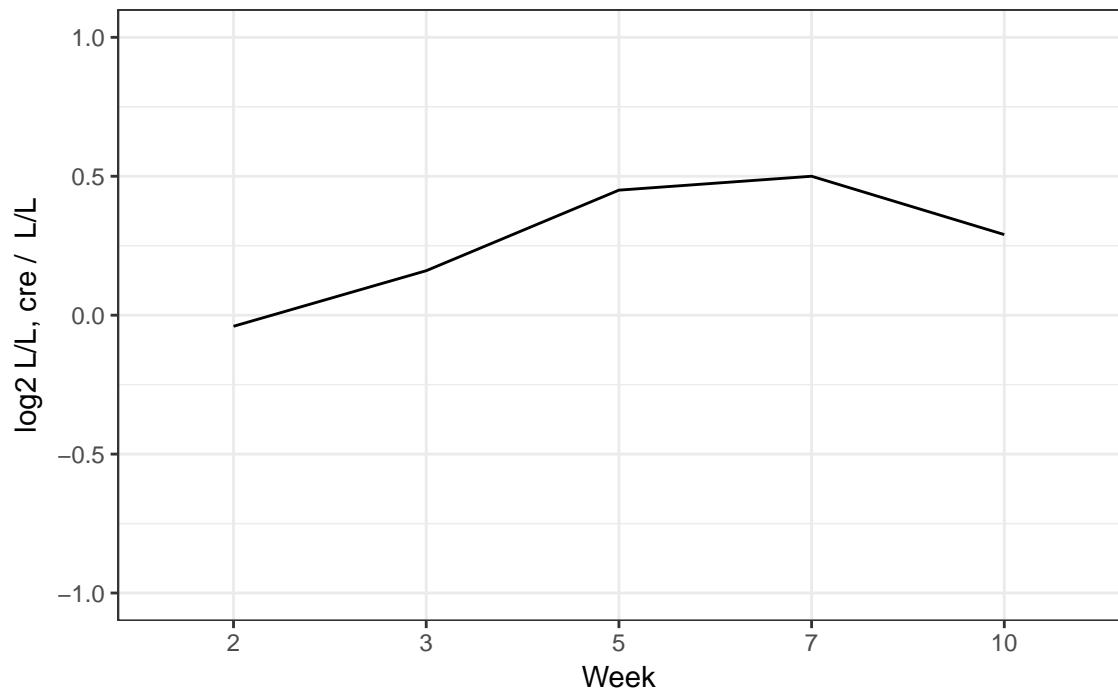

COA6 / Q8BGD8; adj.p value: 0.3438

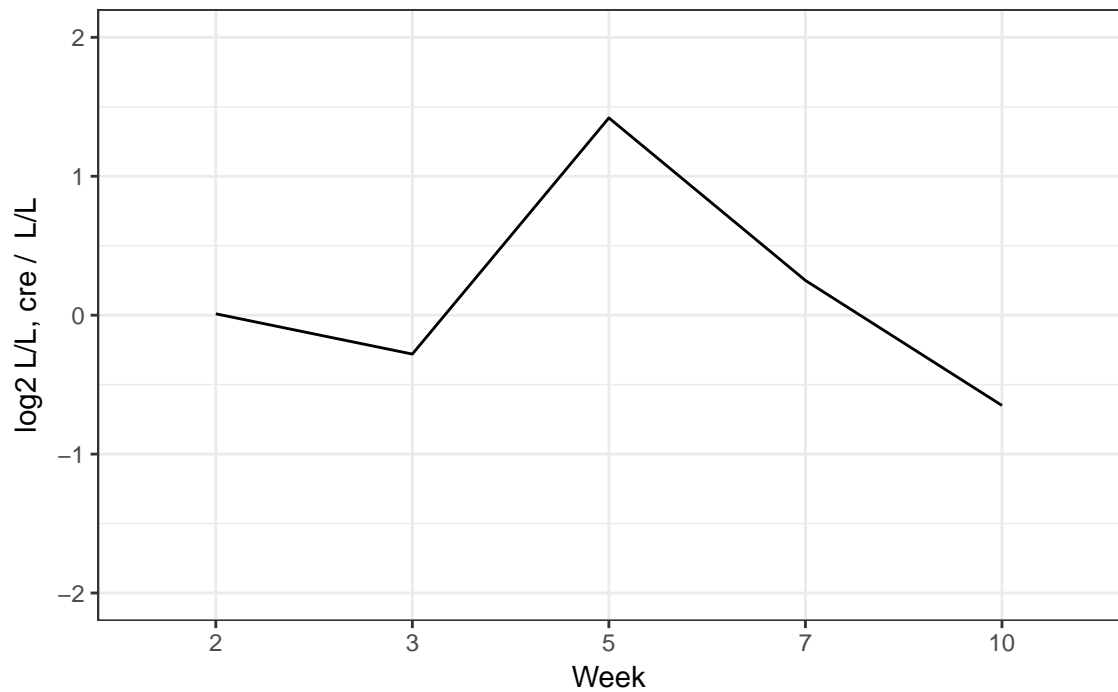

COA7 / Q921H9; adj.p value: 0.64662

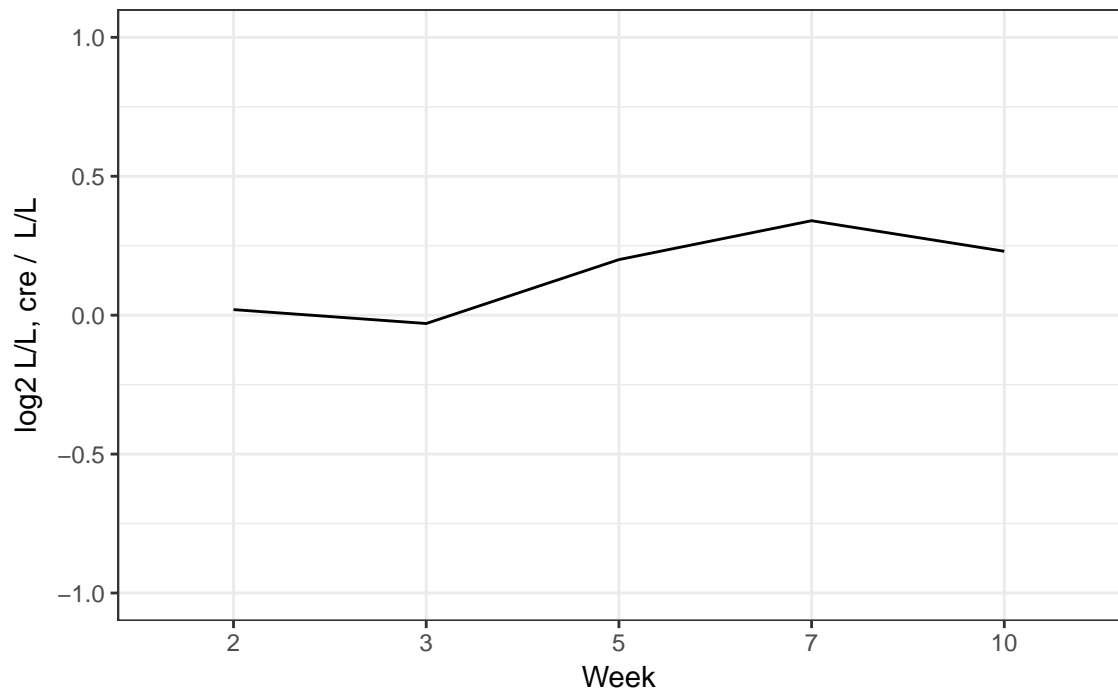

COASY / Q9DBL7; adj.p value: 9e-05

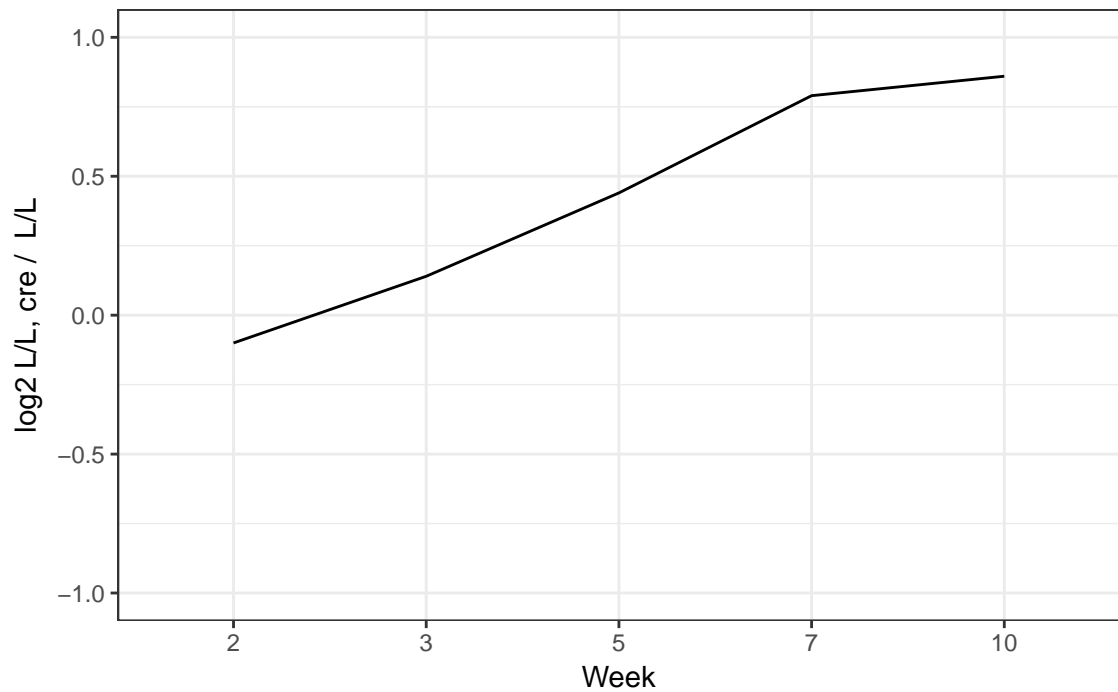

COMTD1 / Q8BIG7; adj.p value: 0

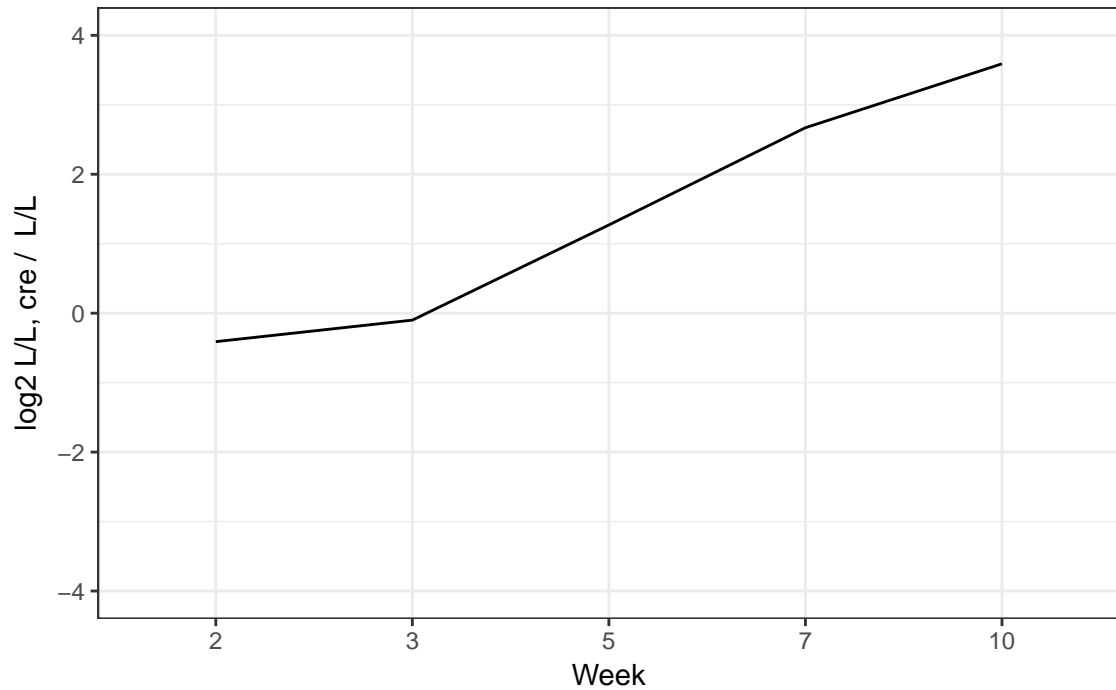

COQ10A / E9Q3H6; adj.p value: 0

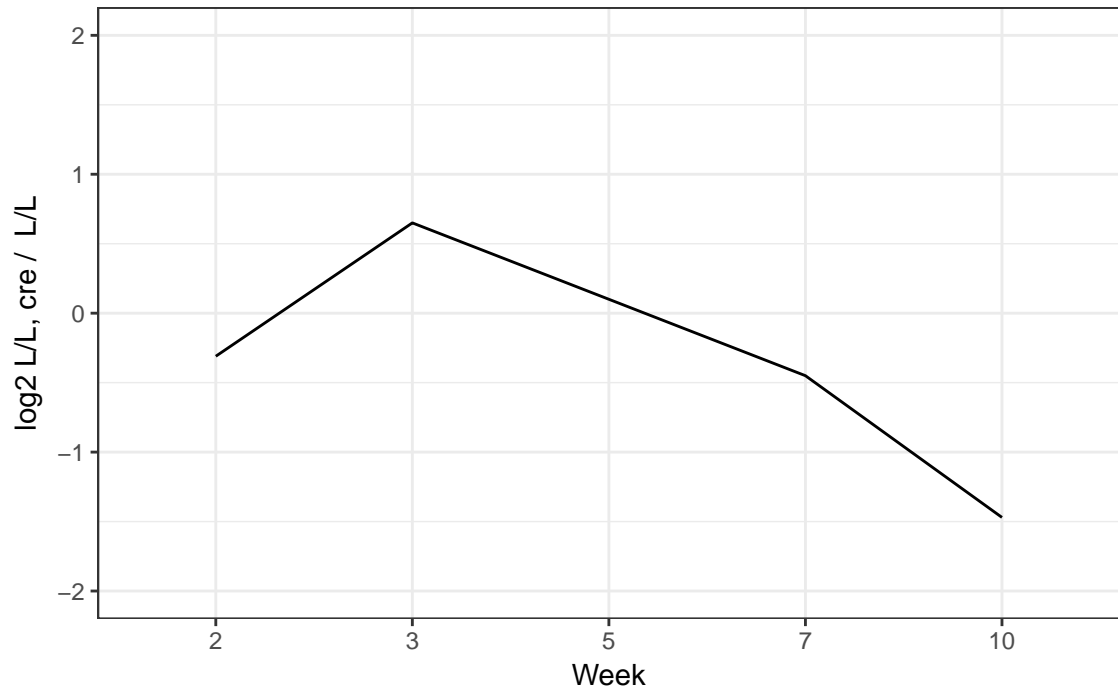

COQ10B / Q3THF9; adj.p value: 0.49416

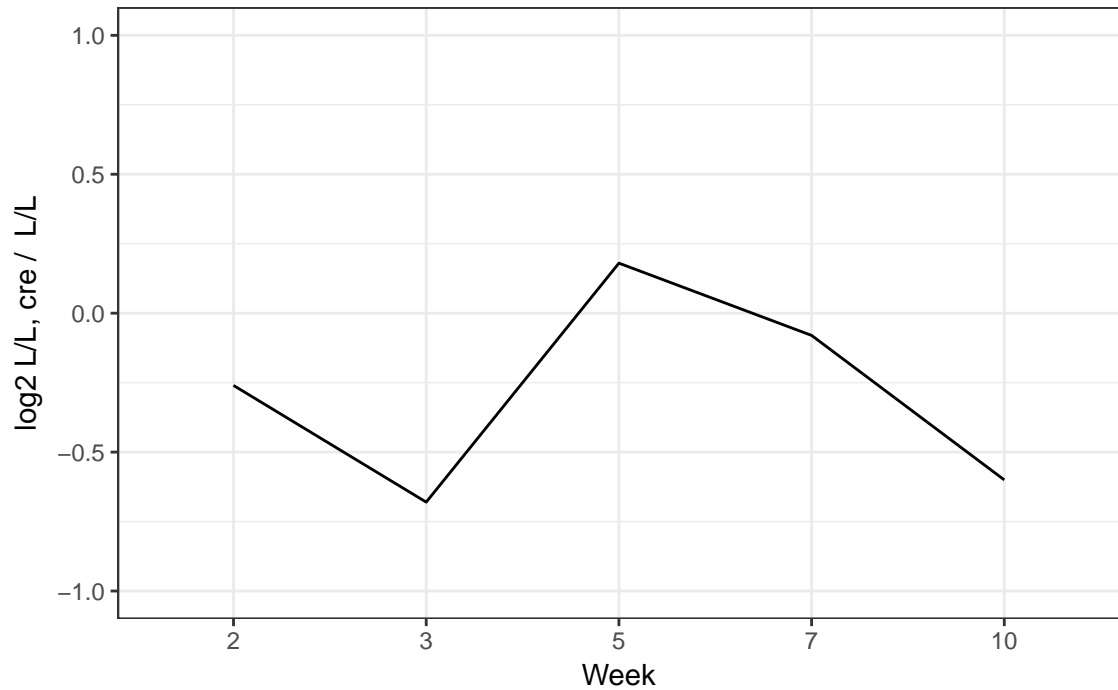

COQ3 / Q8BMS4; adj.p value: 0

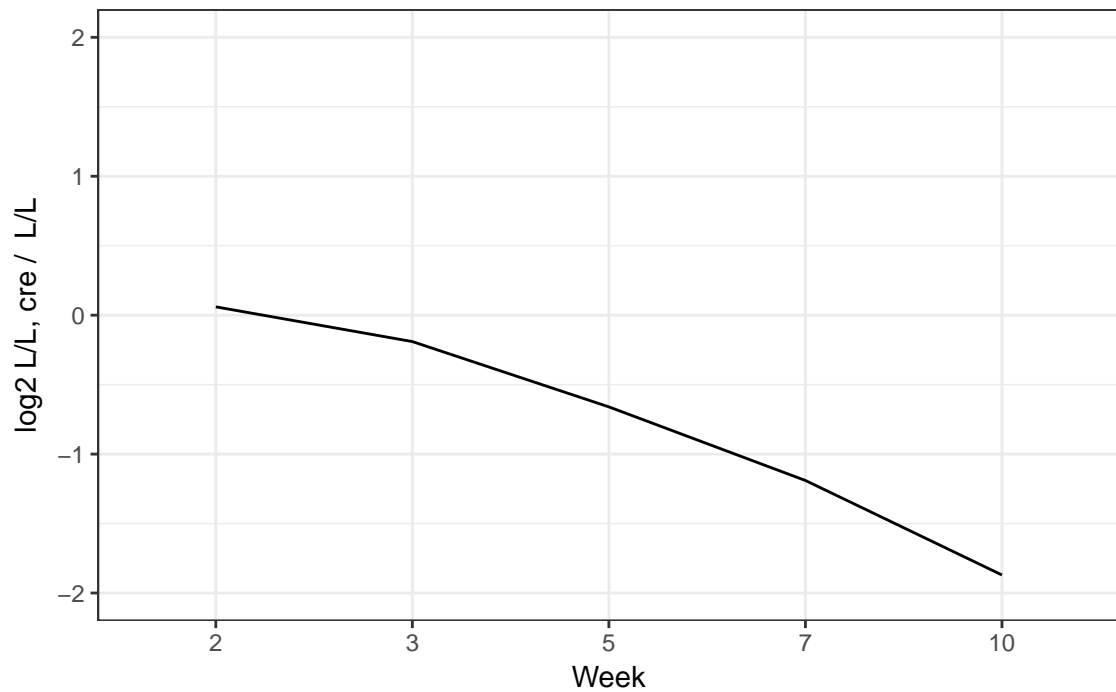

COQ4 / Q8BGB8; adj.p value: 0.33356

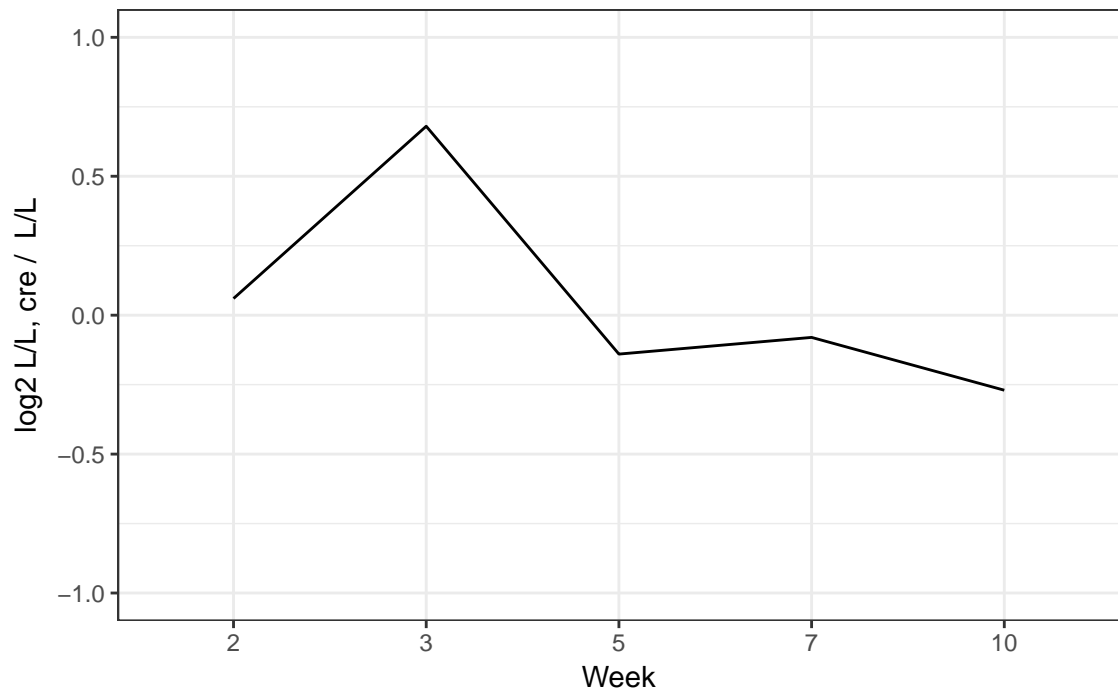

COQ5 / Q9CXI0; adj.p value: 0

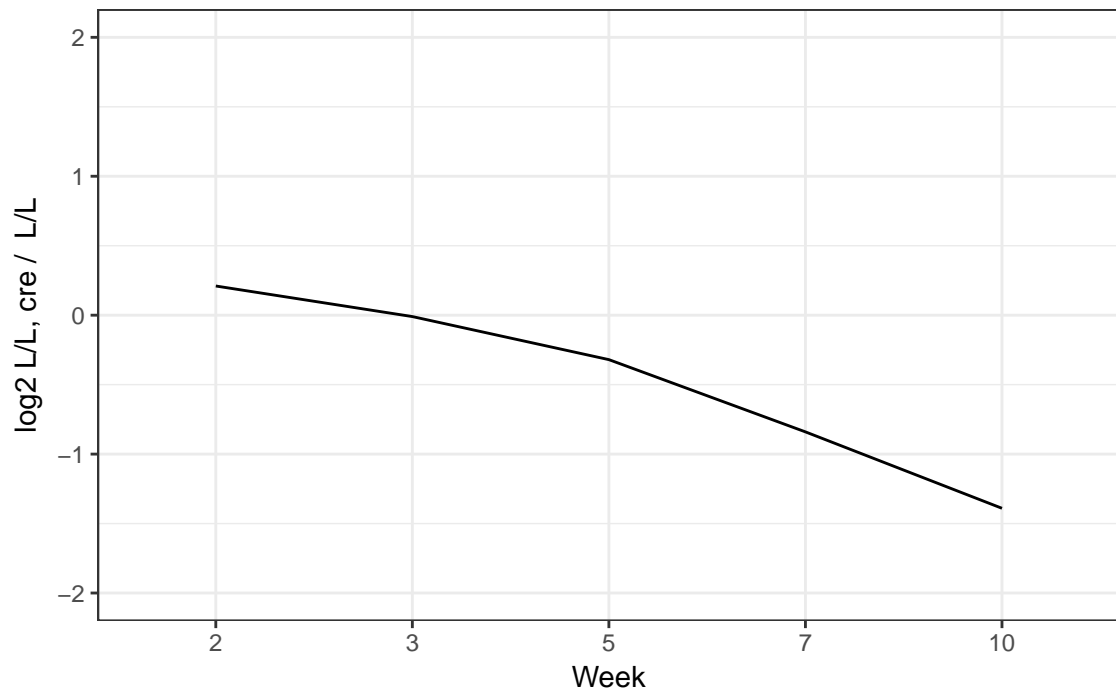

COQ6 / Q8R1S0; adj.p value: 0

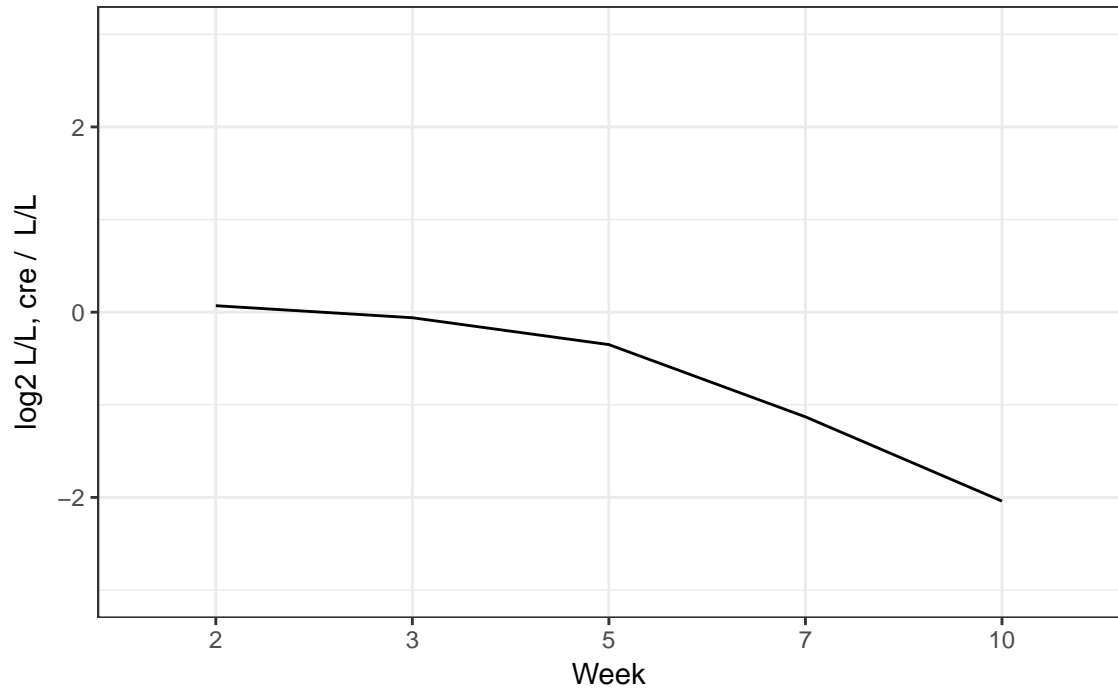

COQ7 / P97478; adj.p value: 0

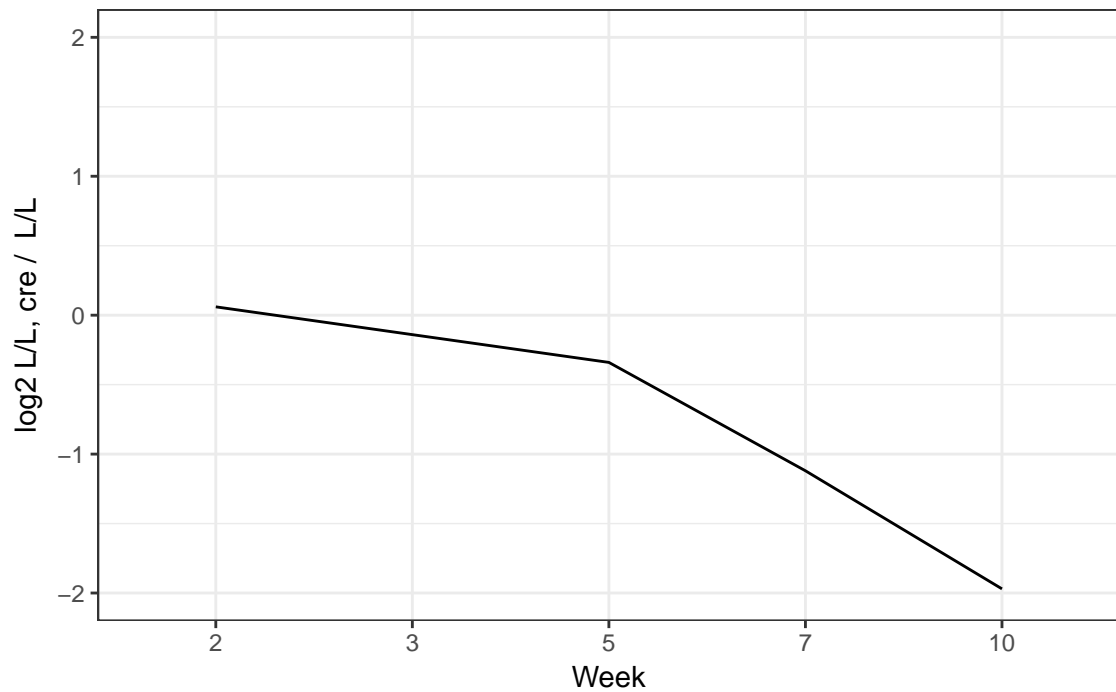

COQ9 / Q8K1Z0; adj.p value: 0

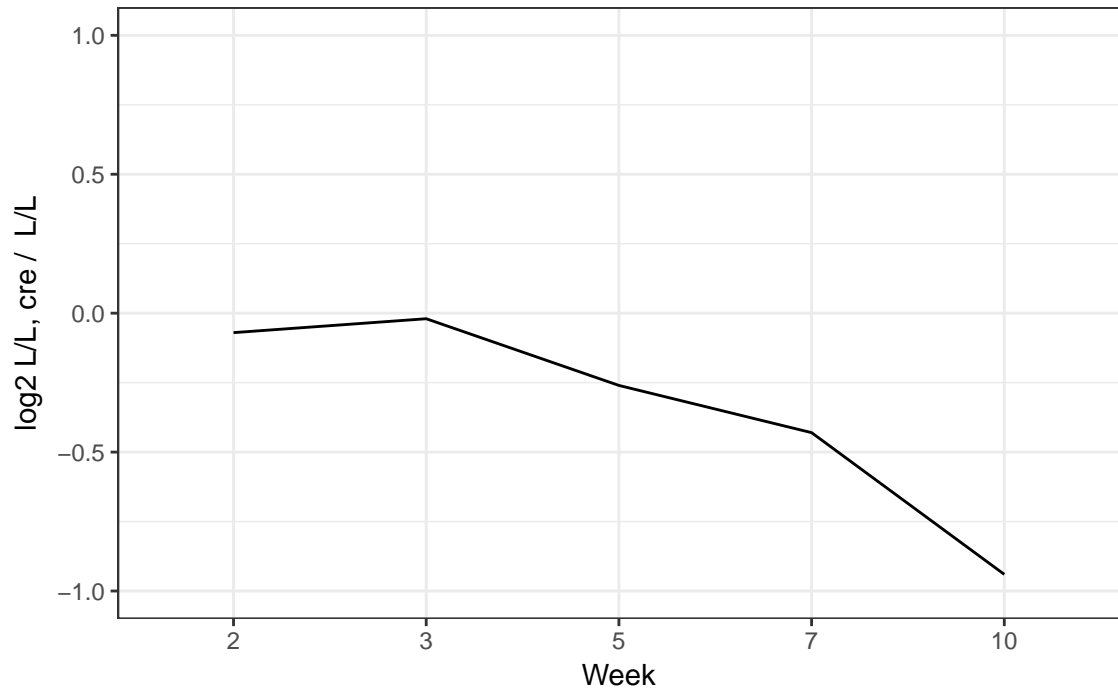

COX10 / Q8CFY5; adj.p value: 0.04032

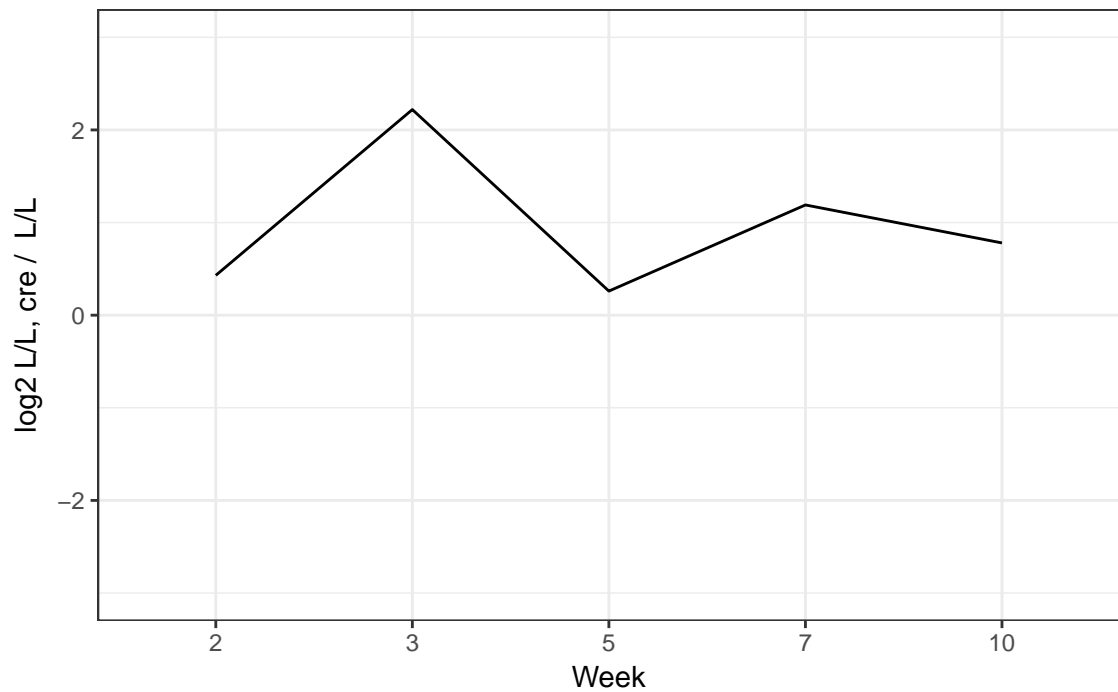

COX11 / Q6P8I6; adj.p value: 0.83156

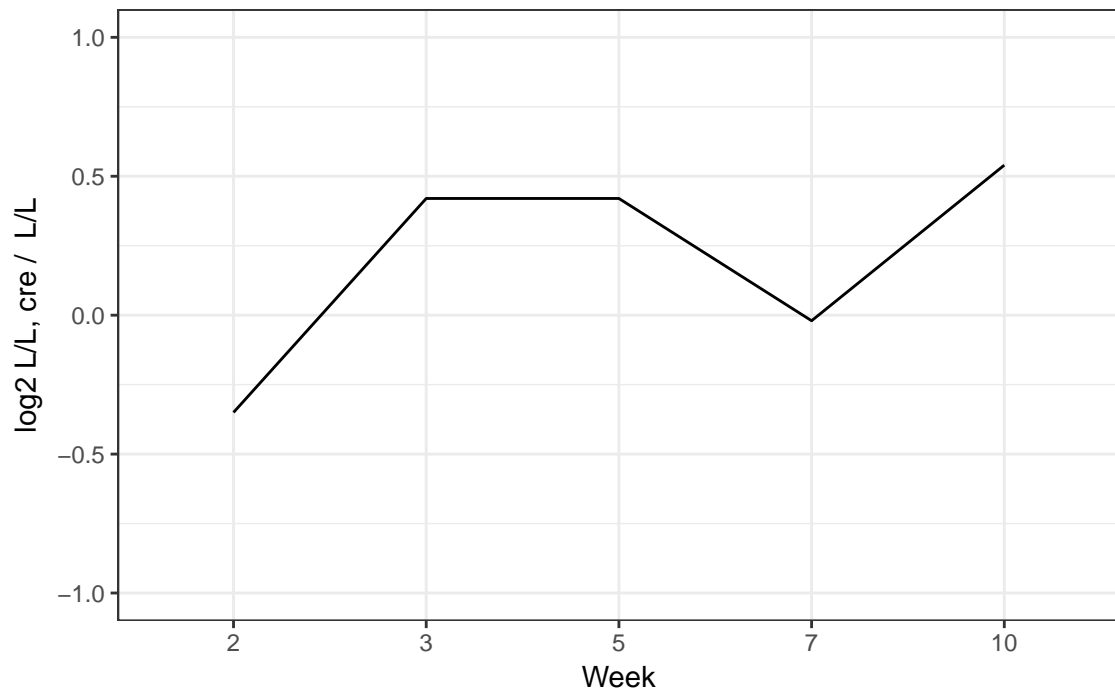

COX15 / Q8BJ03-2; adj.p value: 0.02562

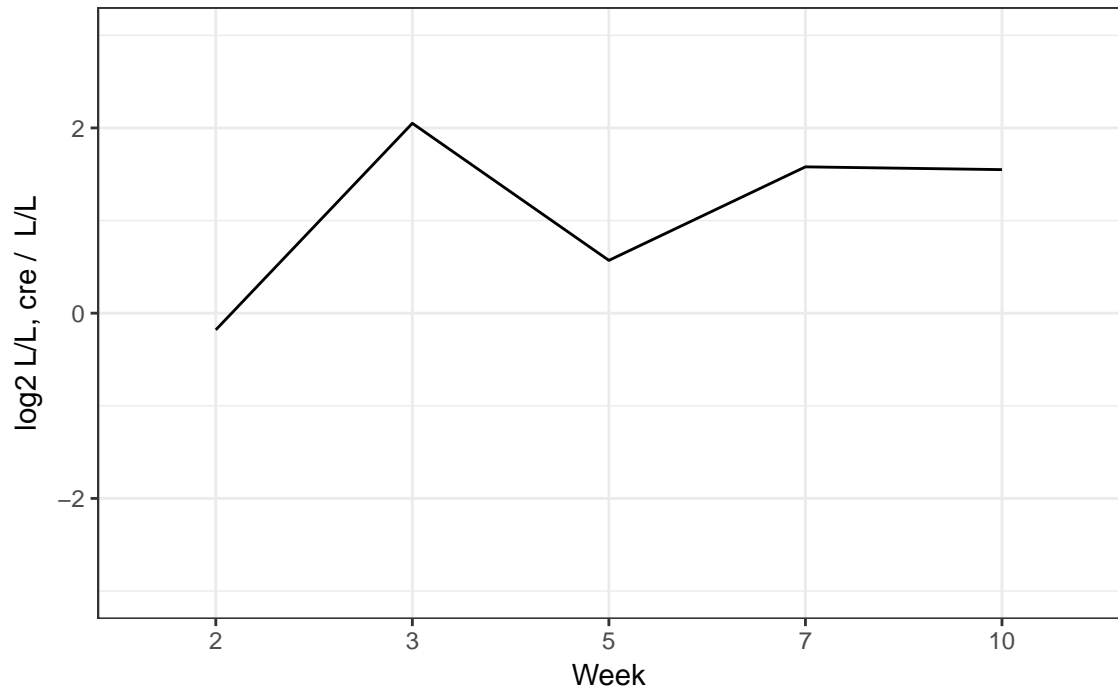

COX16 / Q9CR63; adj.p value: 0.6482

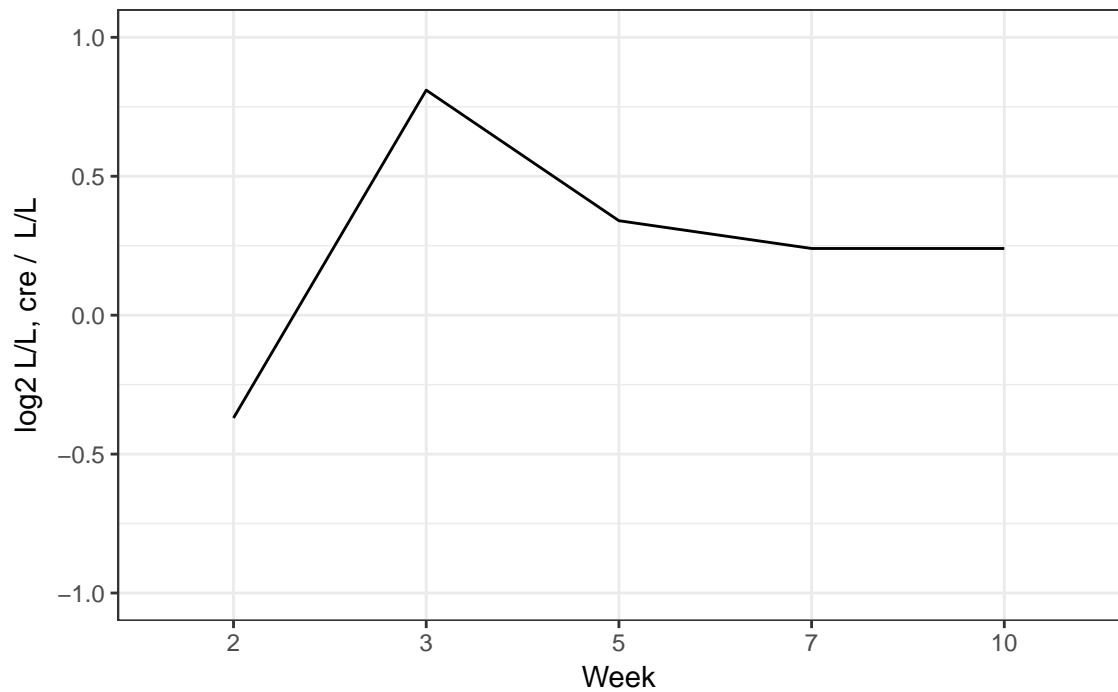

COX17 / P56394; adj.p value: 0.00135

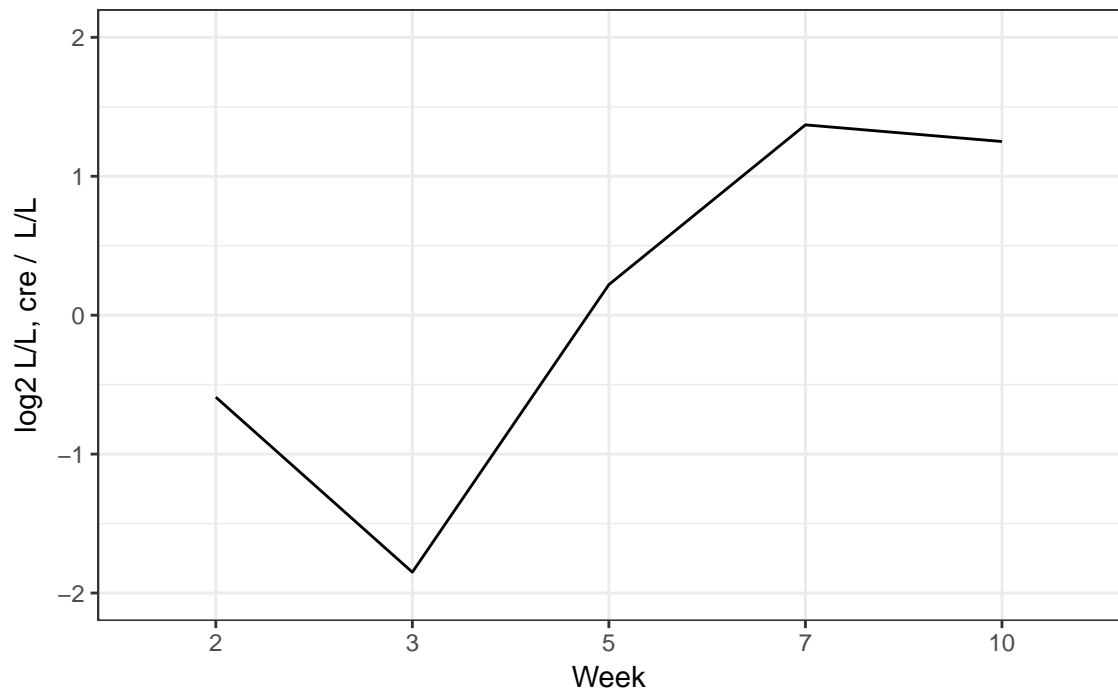

COX19 / Q8K0C8; adj.p value: 0.32182

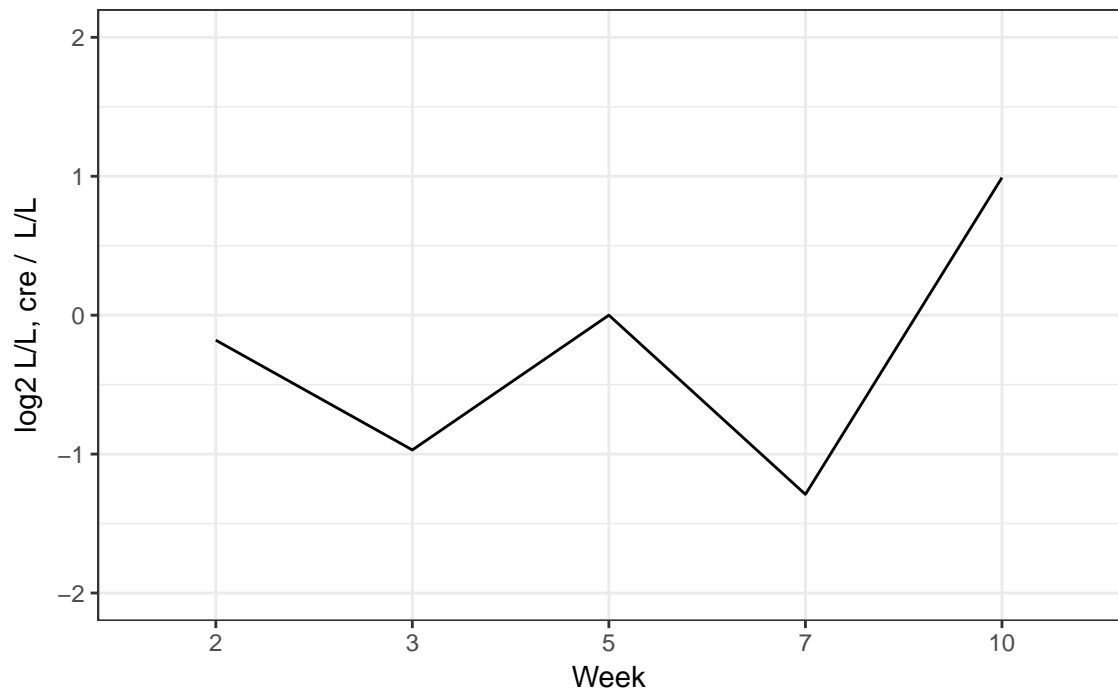

COX20 / Q9D7J4; adj.p value: 0.16298

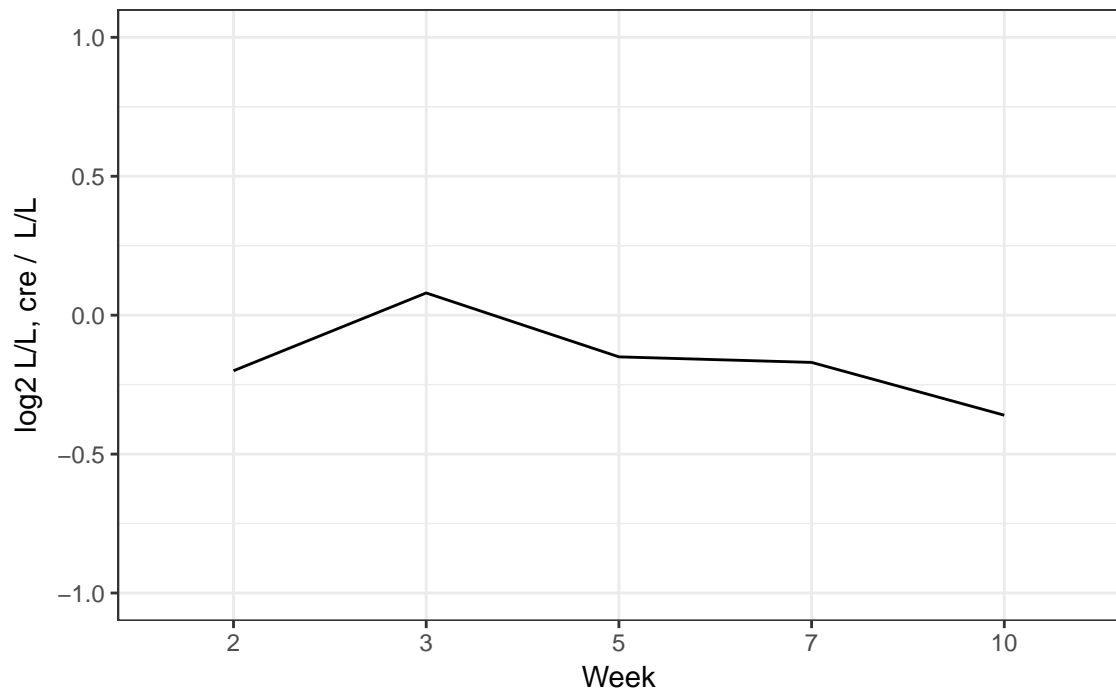

COX4I1 / P19783; adj.p value: 0

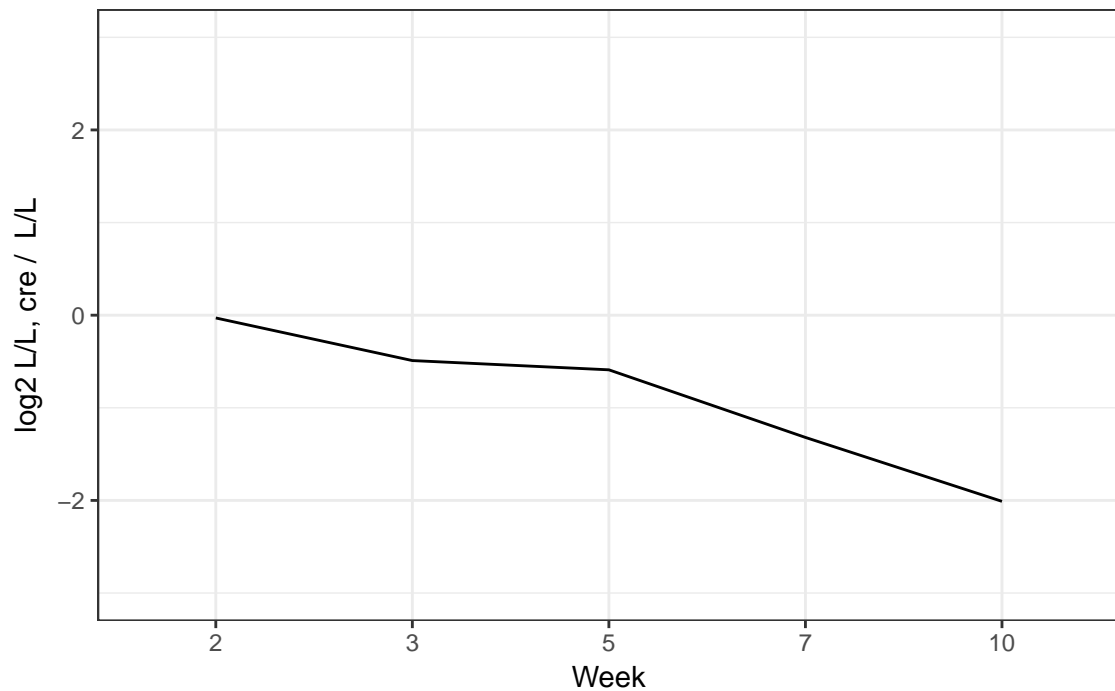

COX5A / P12787; adj.p value: 0

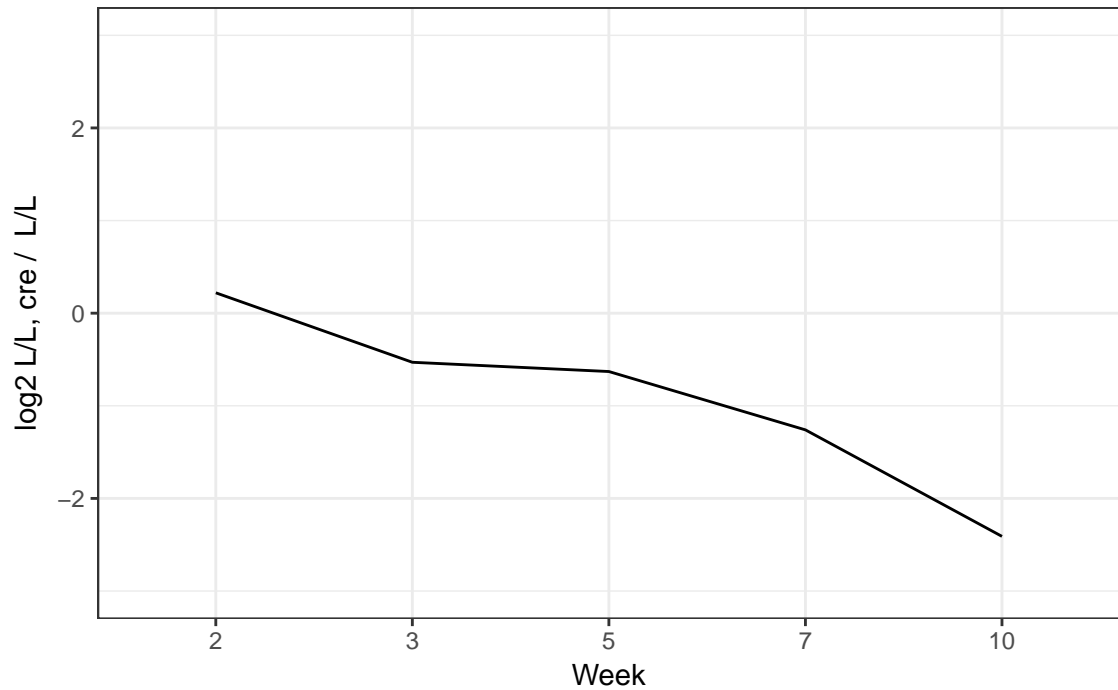

COX5B / Q9D881; adj.p value: 0

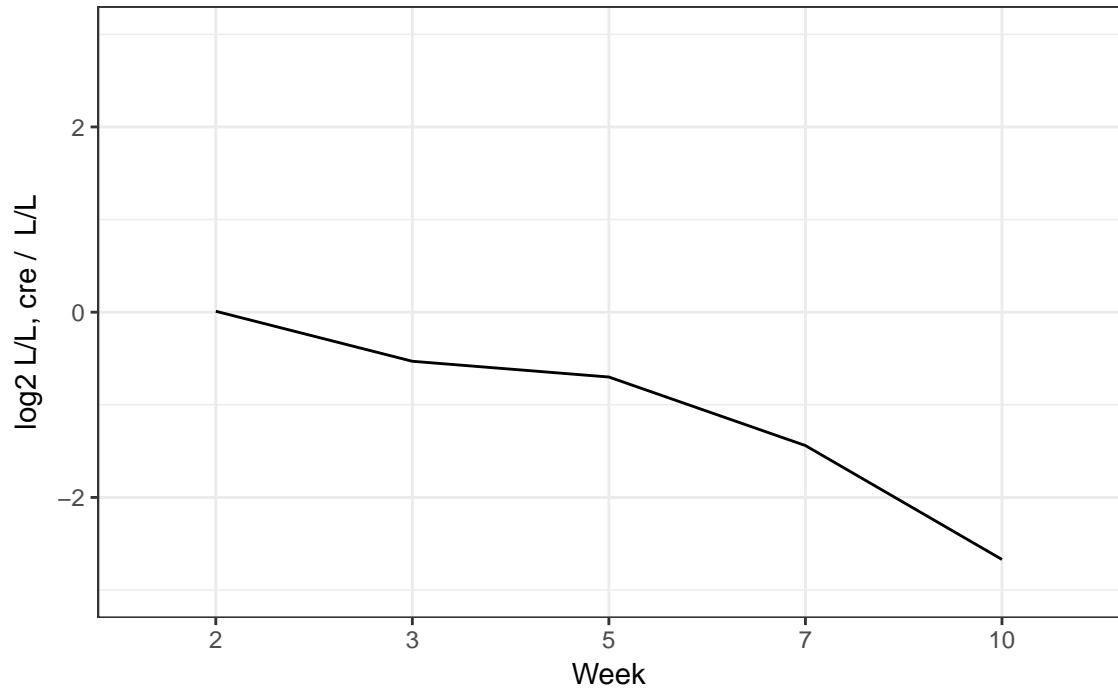

COX6A1 / Q9DCW5; adj.p value: 0.01192

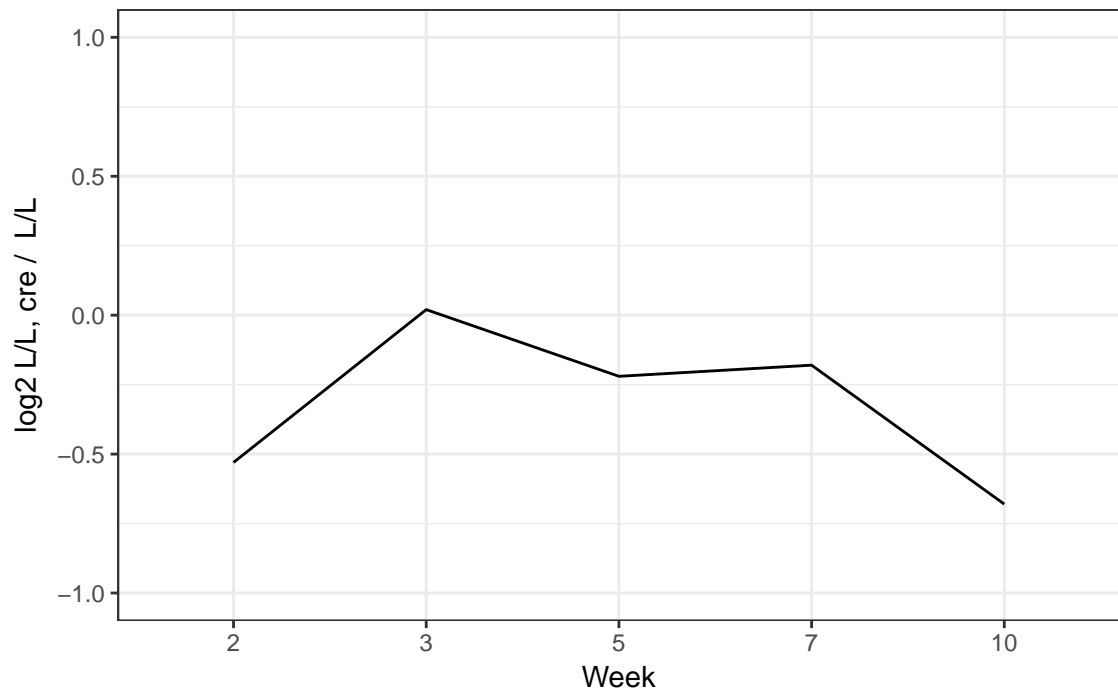

COX6A2 / P43023; adj.p value: 0

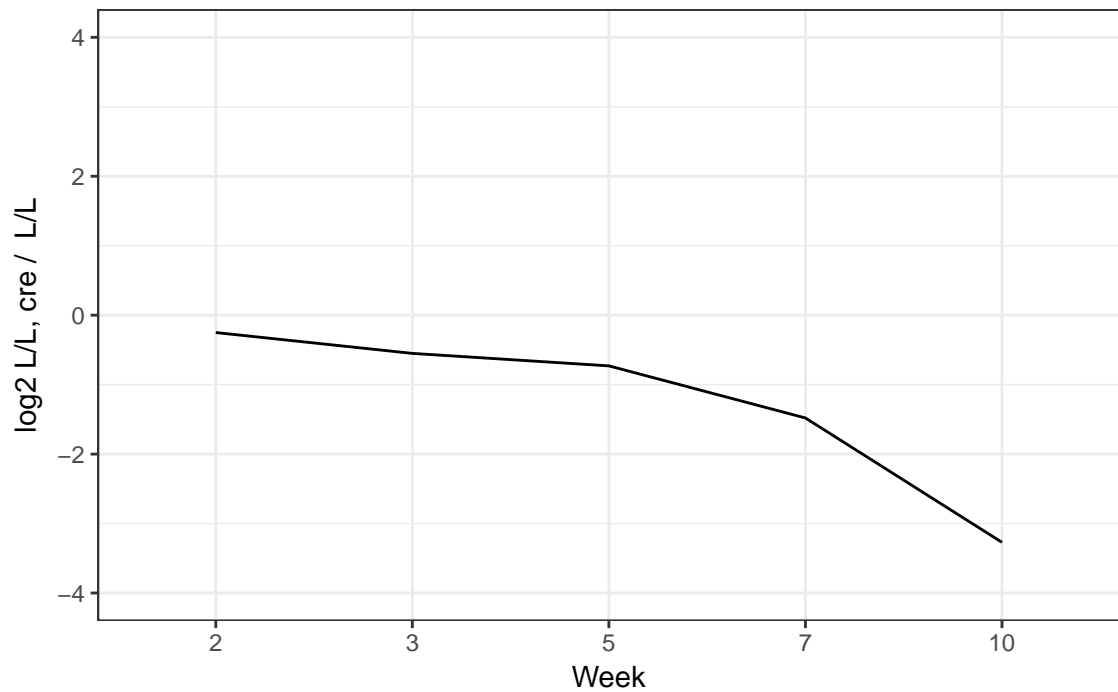

COX6B1 / P56391; adj.p value: 0

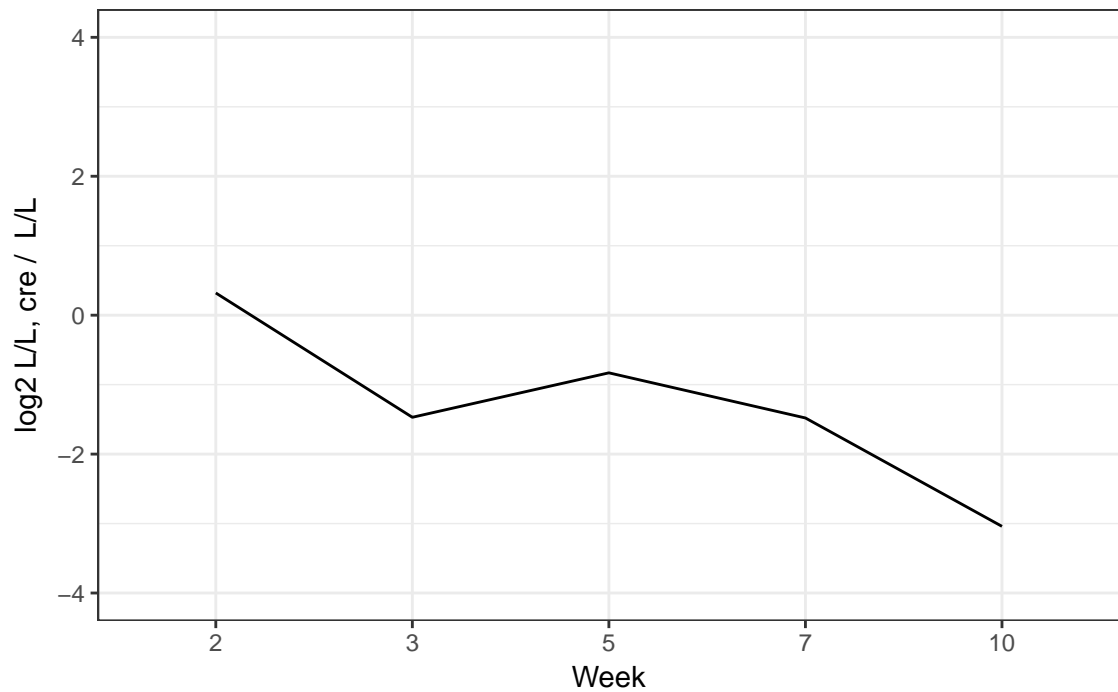

COX6C / Q9CPQ1; adj.p value: 0

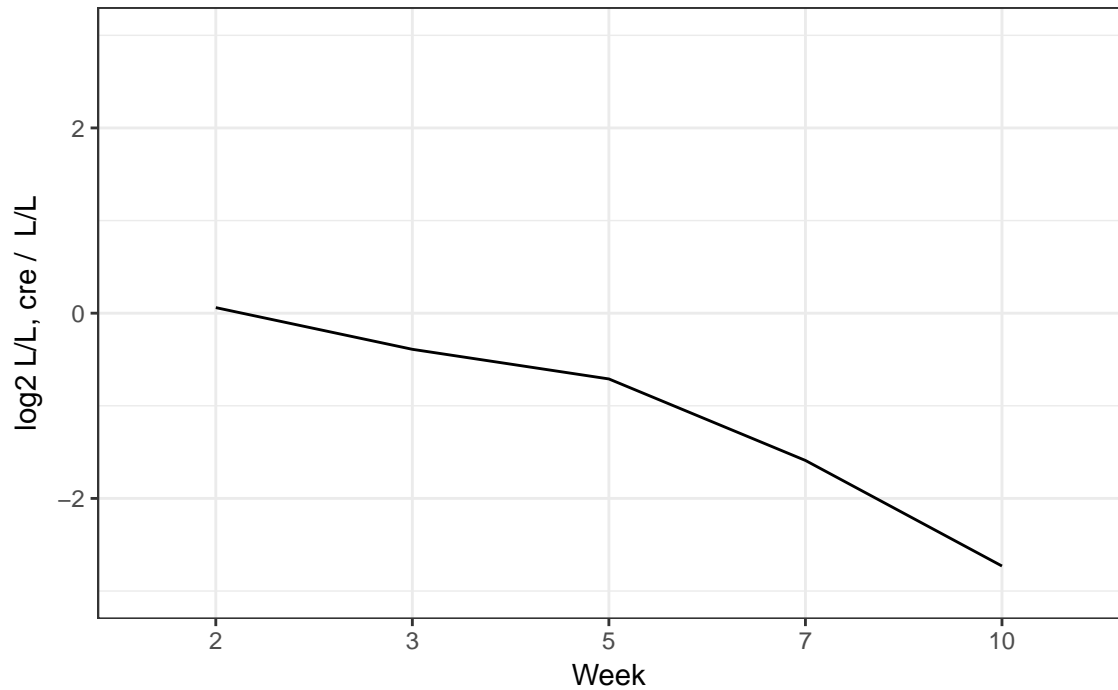

COX7A1 / P56392; adj.p value: 0

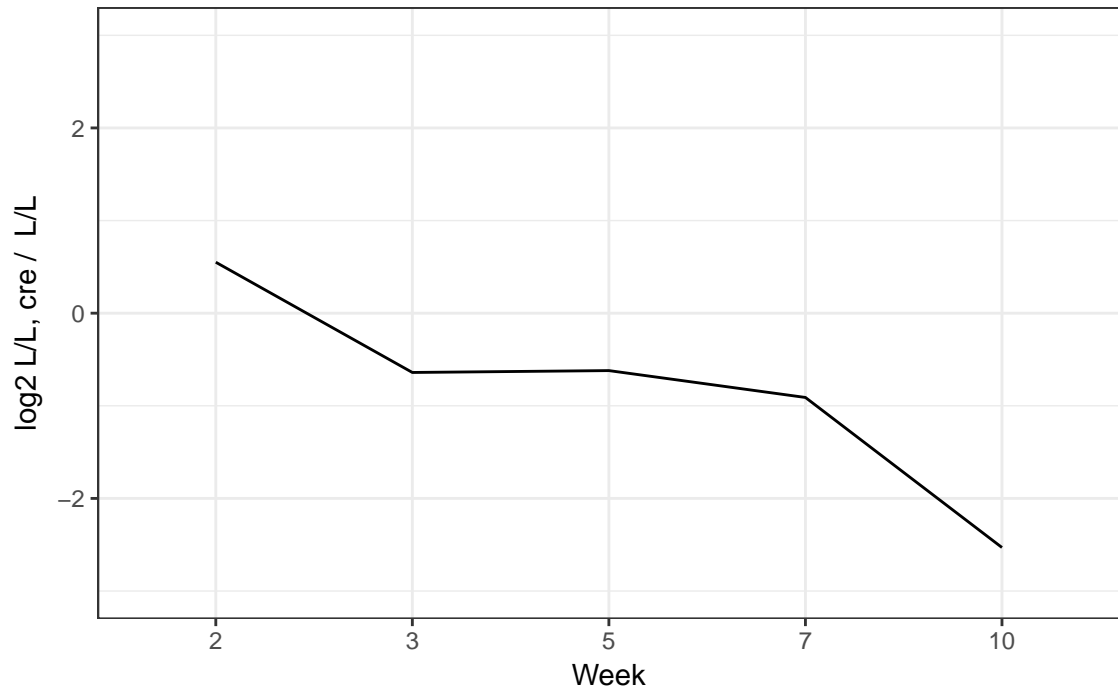

COX7A2 / P48771; adj.p value: 0

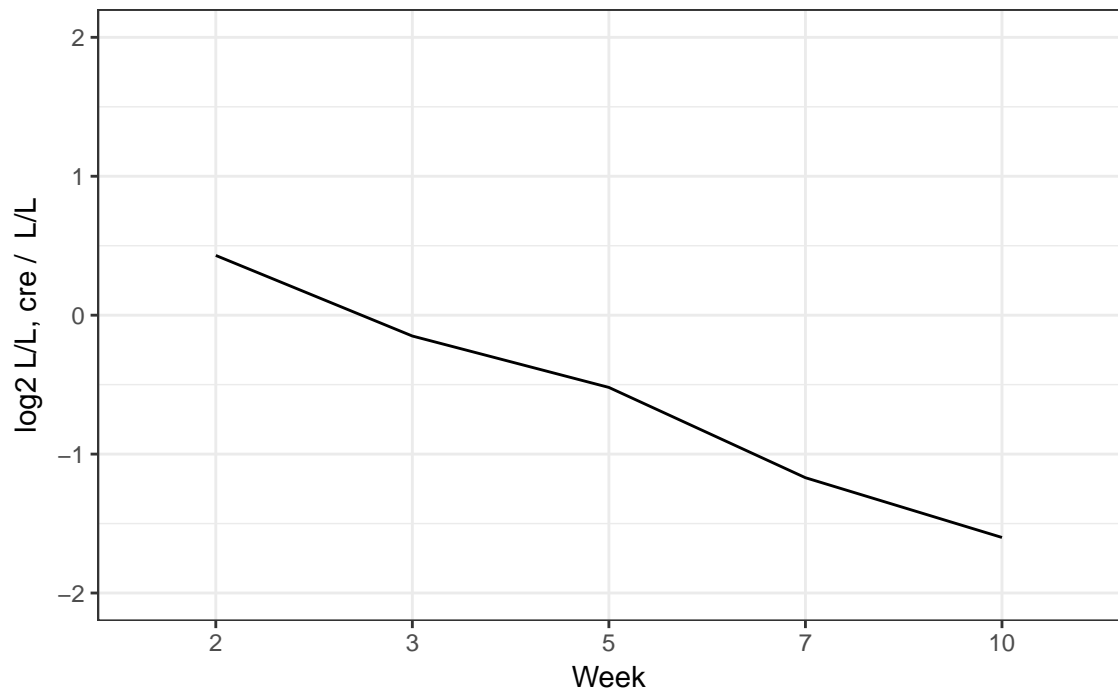

COX7A2L / E9PZS8; adj.p value: 0

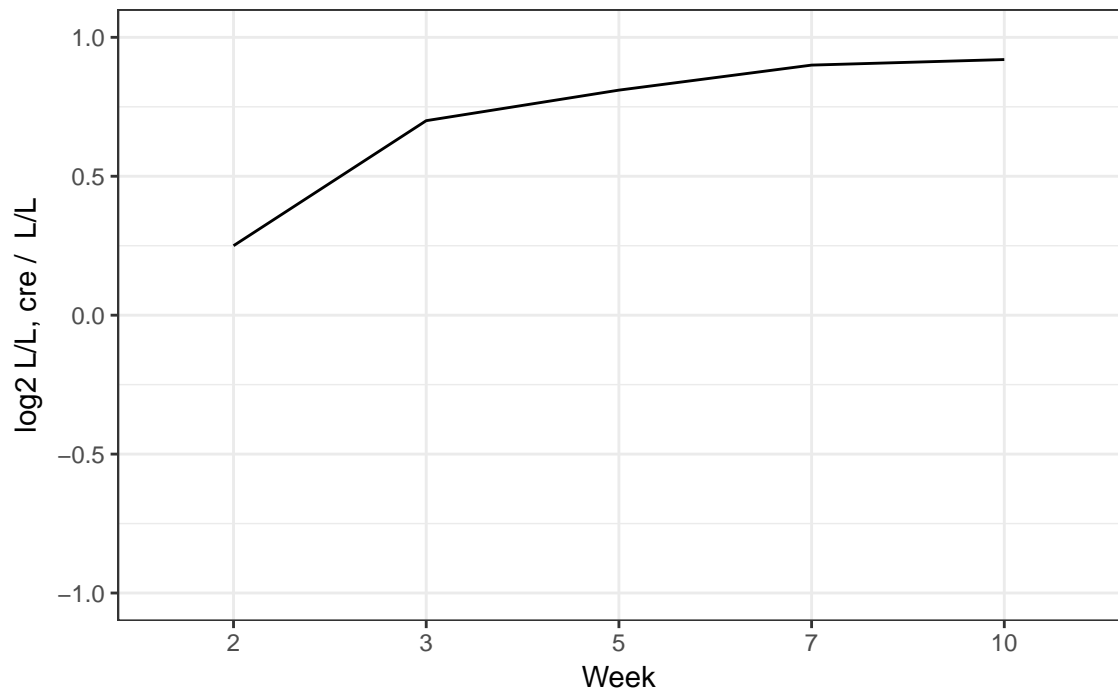

COX7B / P56393; adj.p value: 0

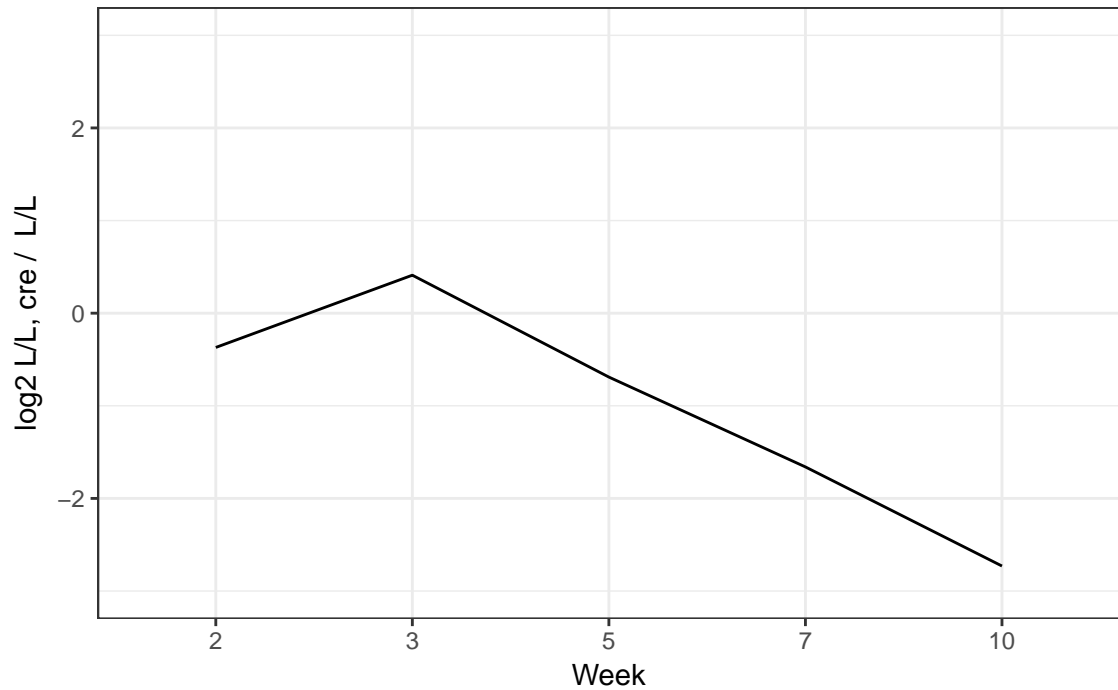

COX7C / P17665; adj.p value: 0

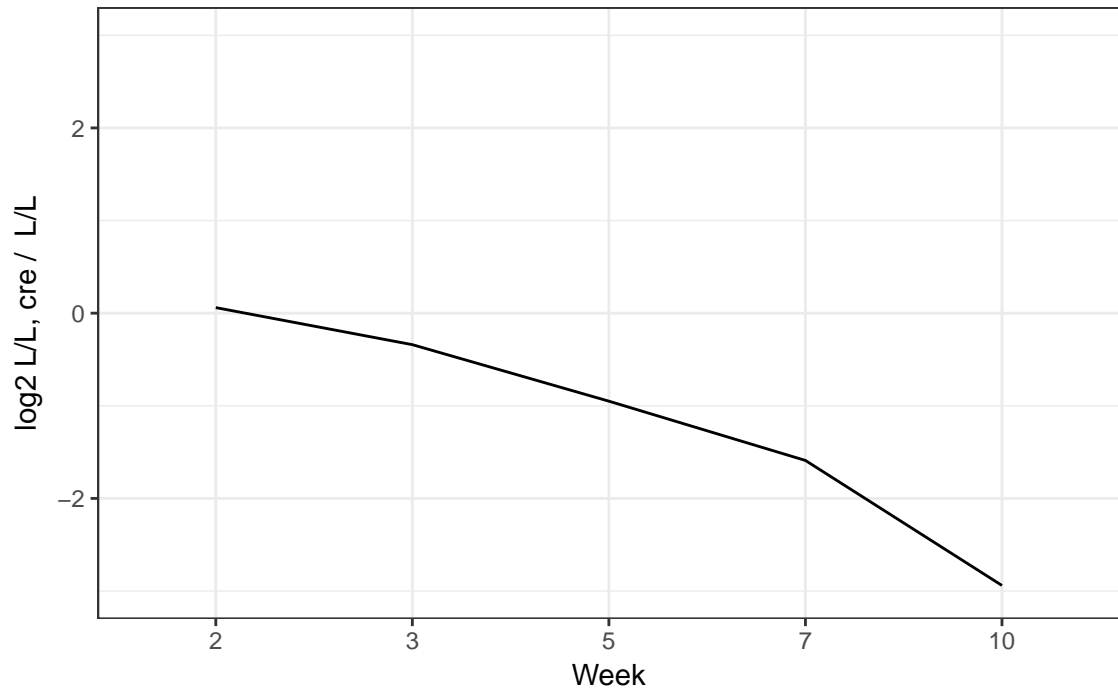

COX8B / P48772; adj.p value: 0.00019

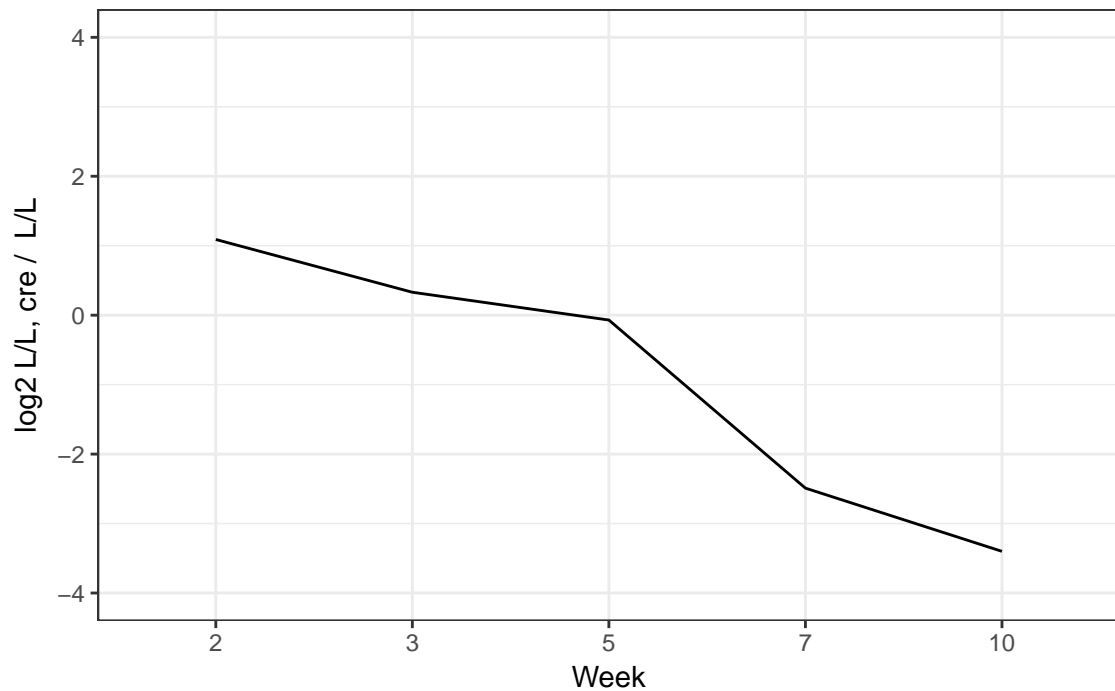

CPOX / P36552; adj.p value: 0.87116

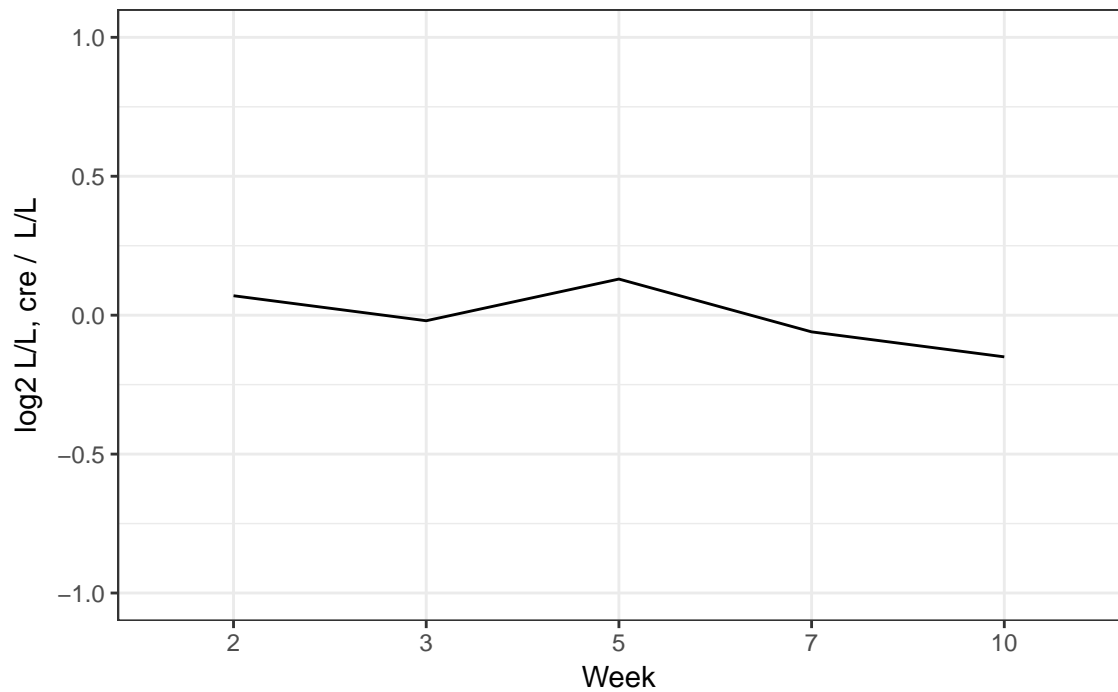

CPT1A / P97742; adj.p value: 0.64174

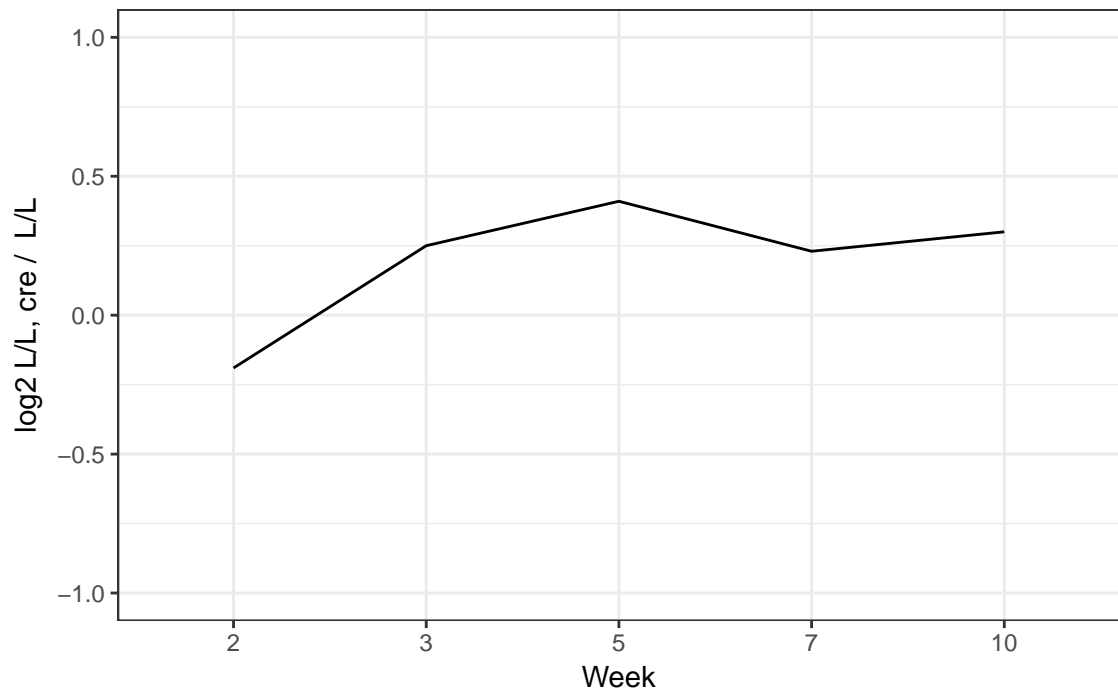

CPT1B / Q924X2; adj.p value: 0.67826

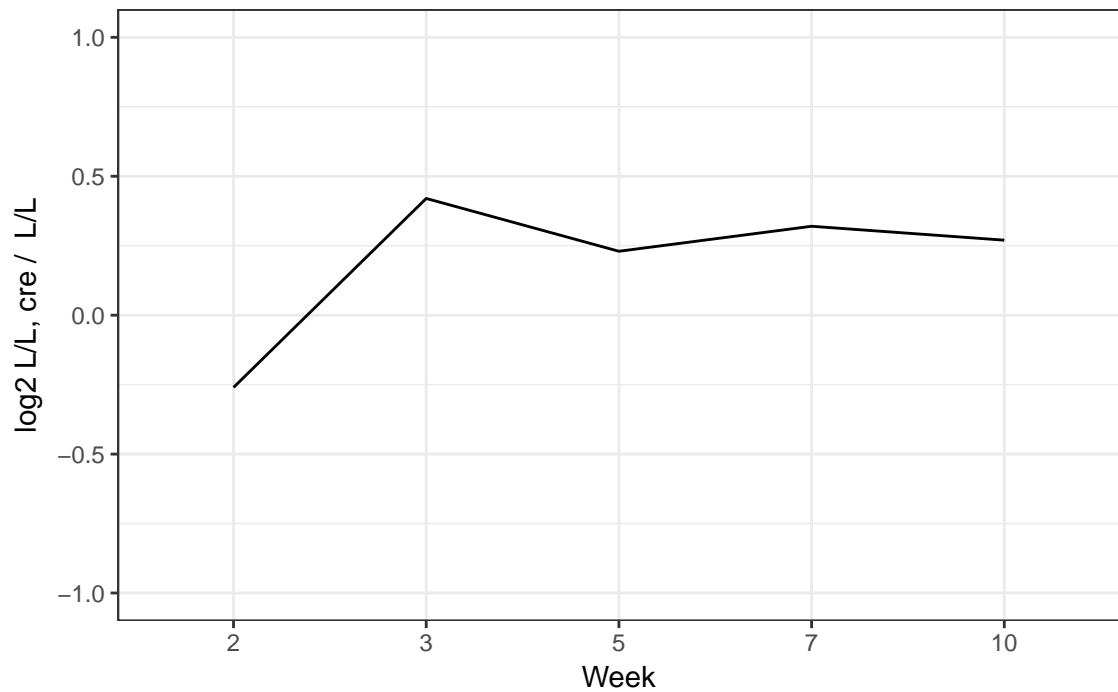

CPT2 / P52825; adj.p value: 0.02891

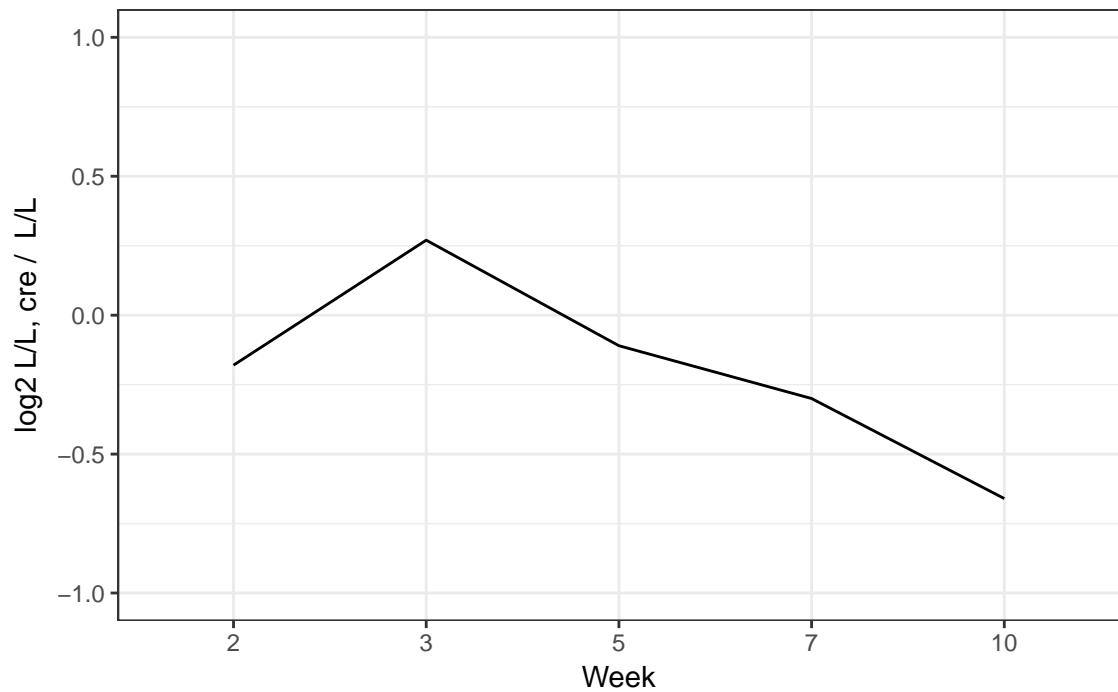

CRAT / H7BX88; adj.p value: 0.02541

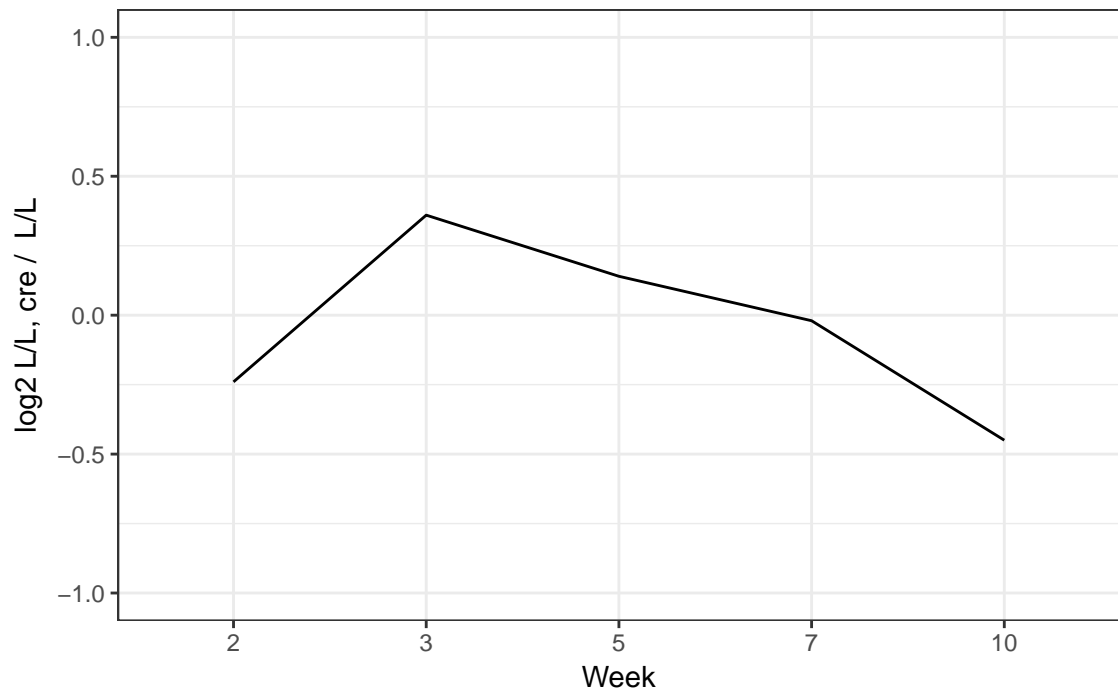

CRYZ / P47199; adj.p value: 0.79445

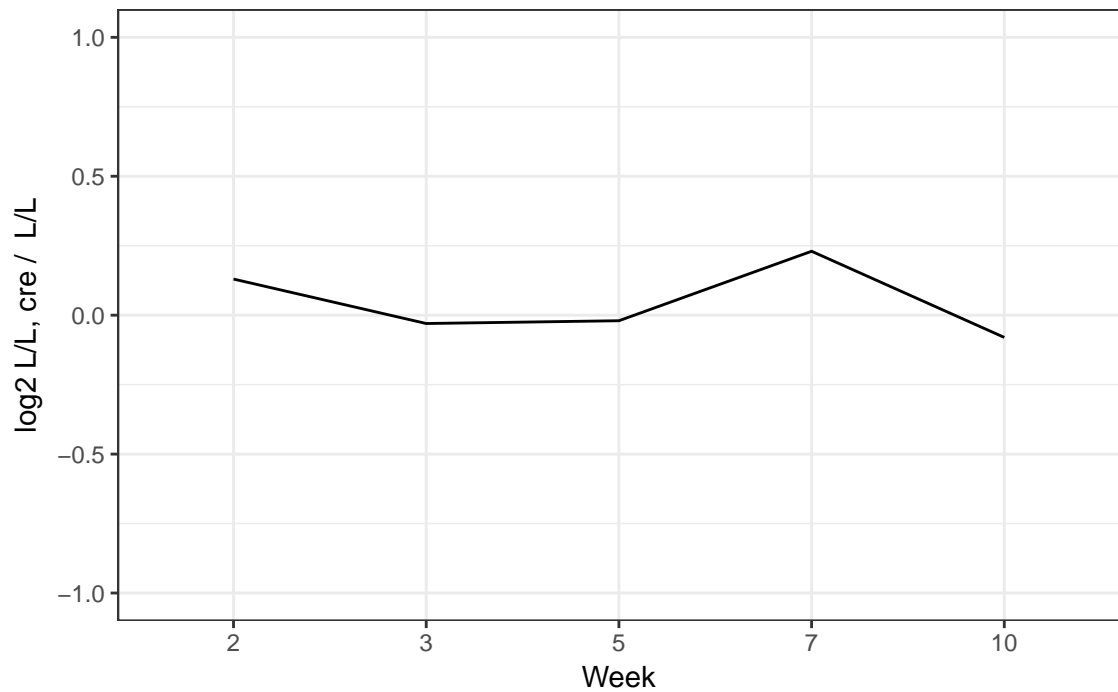

CS / Q9CZU6; adj.p value: 0.37638

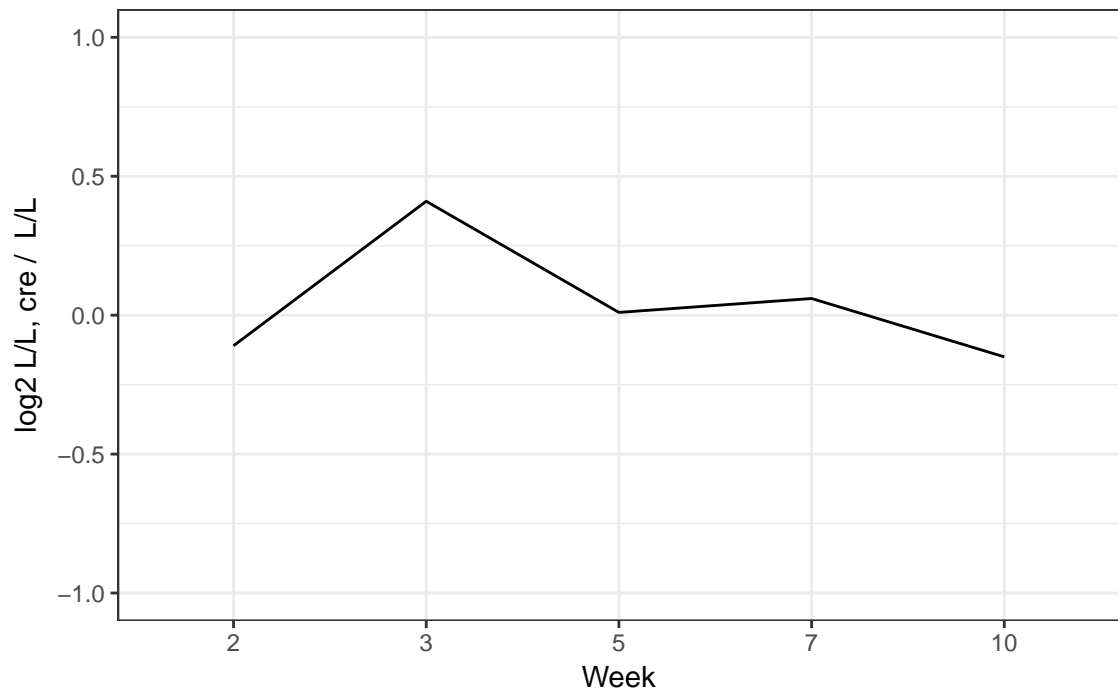

CSL / Q80X68; adj.p value: 0.07058

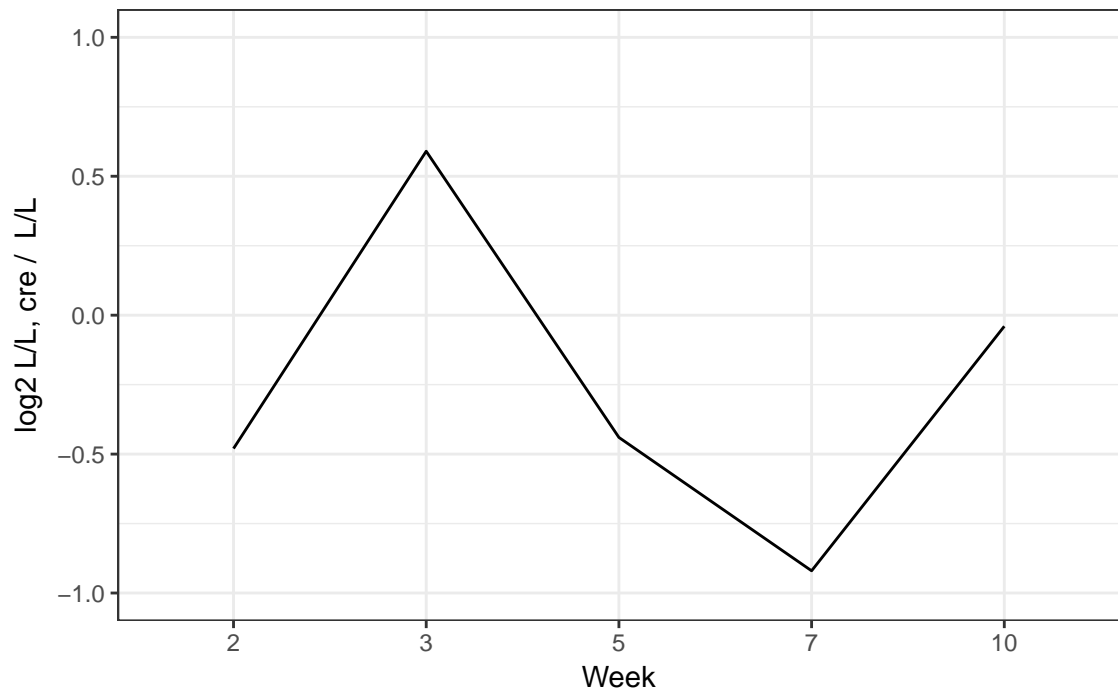

CYB5A / G5E850; adj.p value: 0.60239

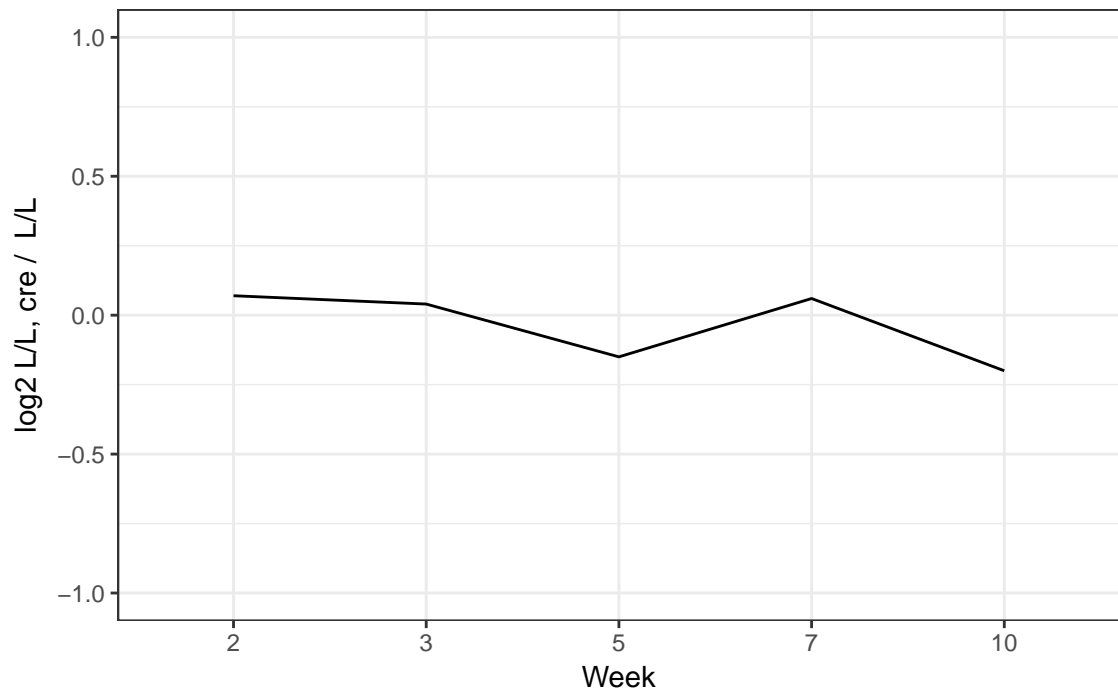

CYB5B / Q9CQX2; adj.p value: 0.38452

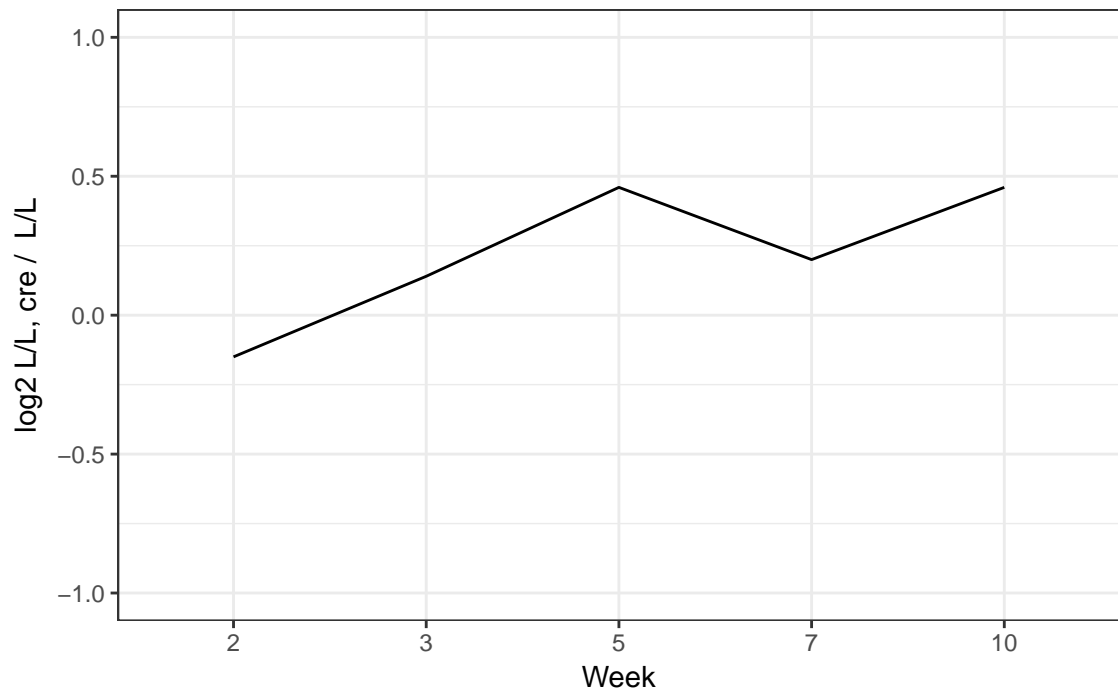

CYB5R1 / Q9DB73; adj.p value: 0

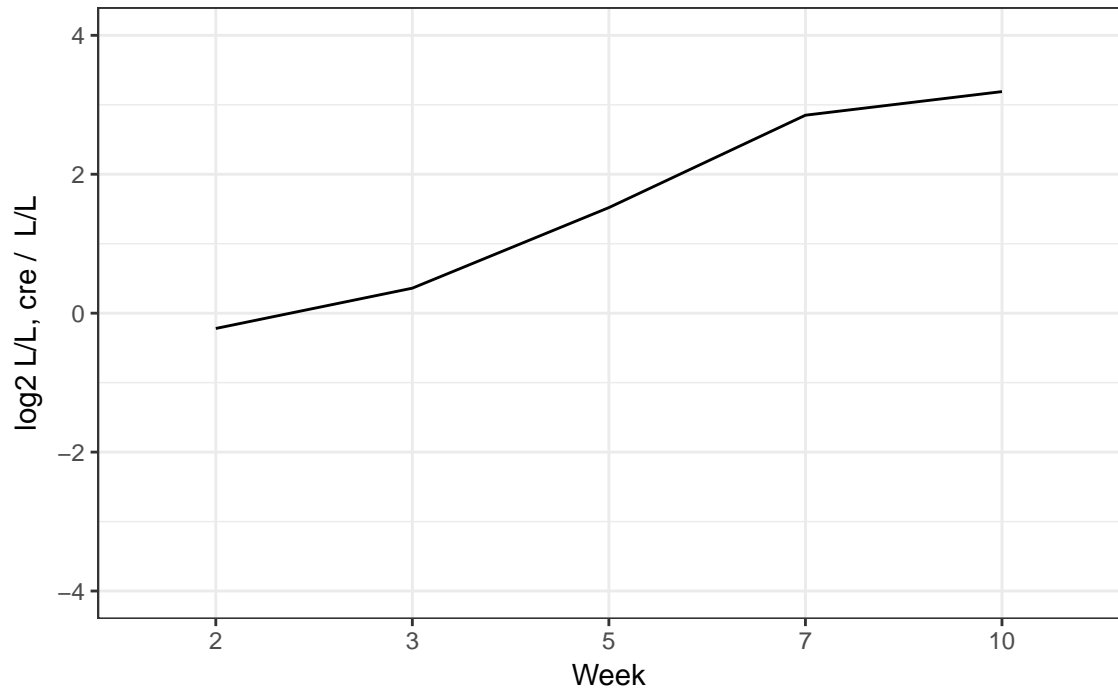

CYB5R3 / Q9DCN2-2; adj.p value: 0.00029

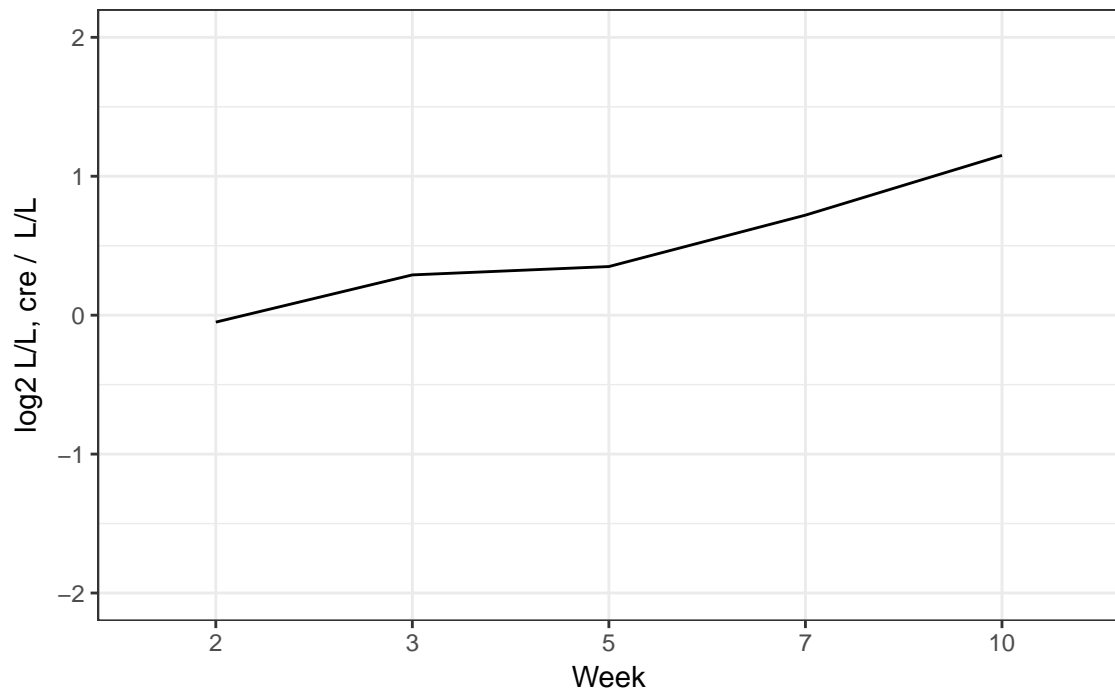

CYC1 / Q9D0M3-2; adj.p value: 0

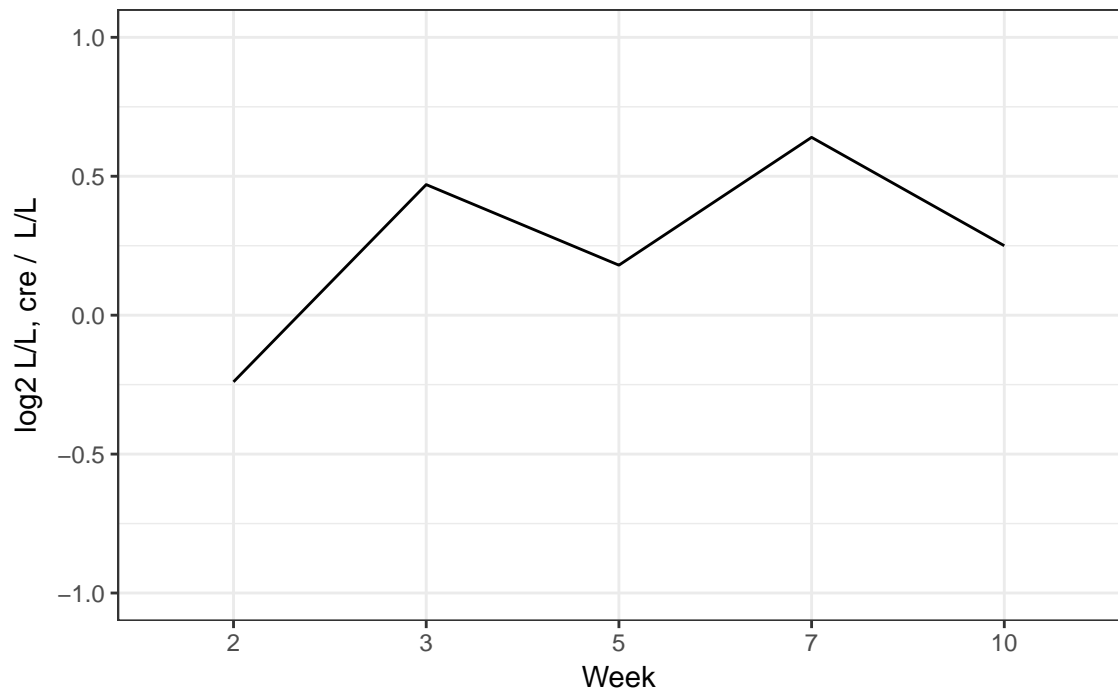

D10JHU81E / Q9D172; adj.p value: 0.06274

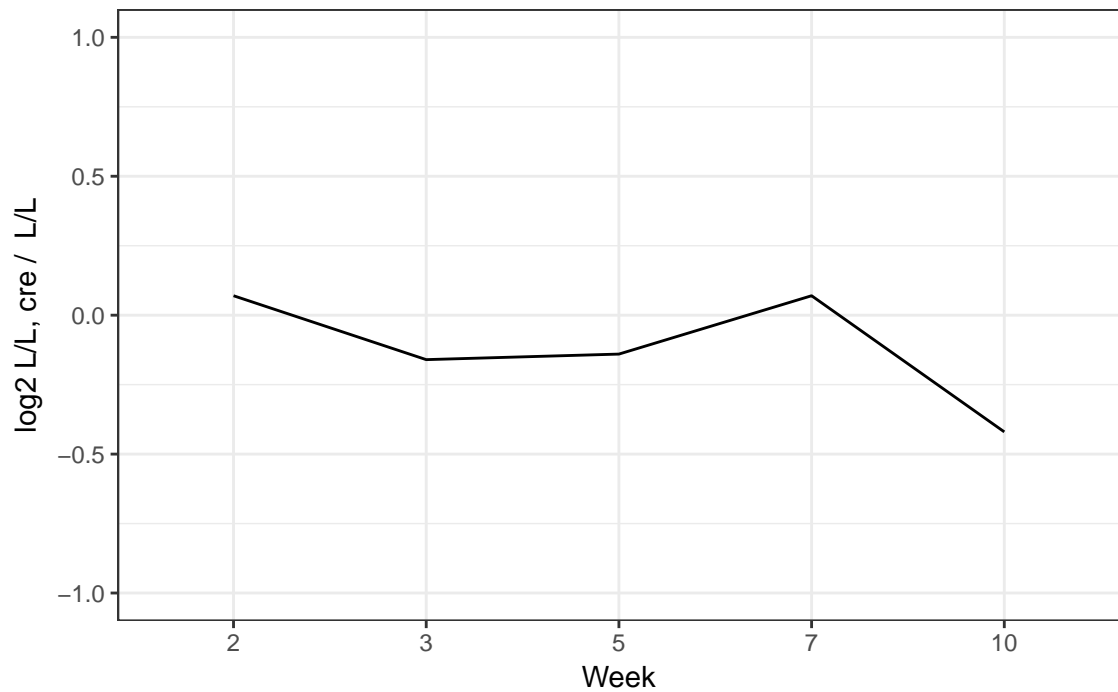

D2HGDH / E9QN44; adj.p value: 0.44479

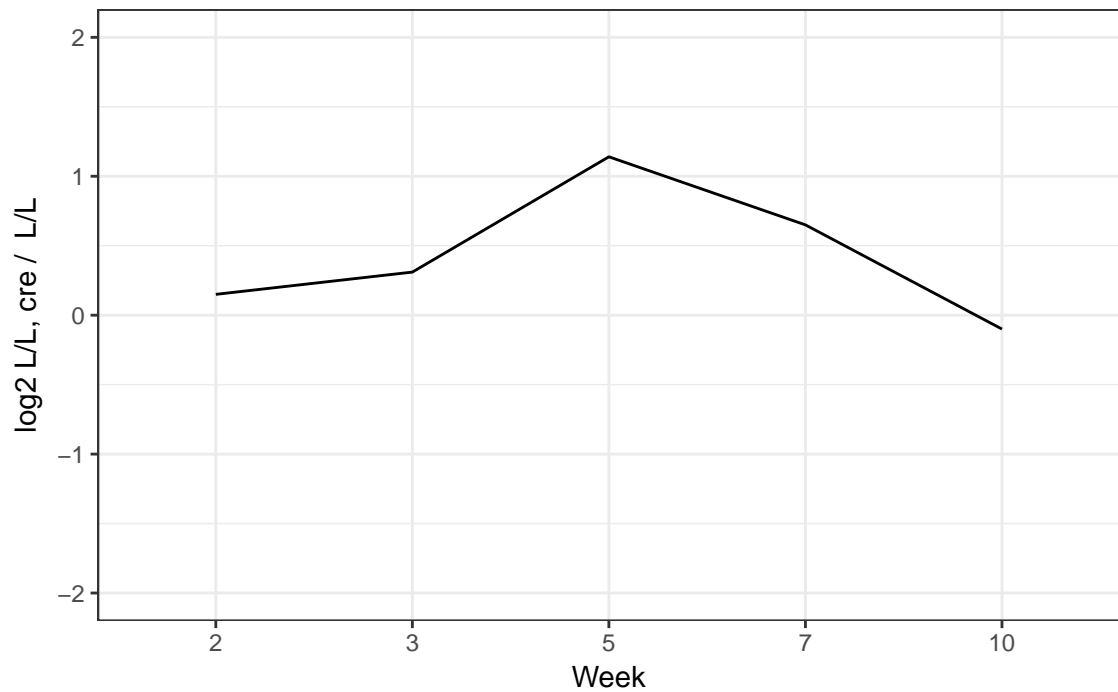

DARS2 / Q8BIP0; adj.p value: 0.11112

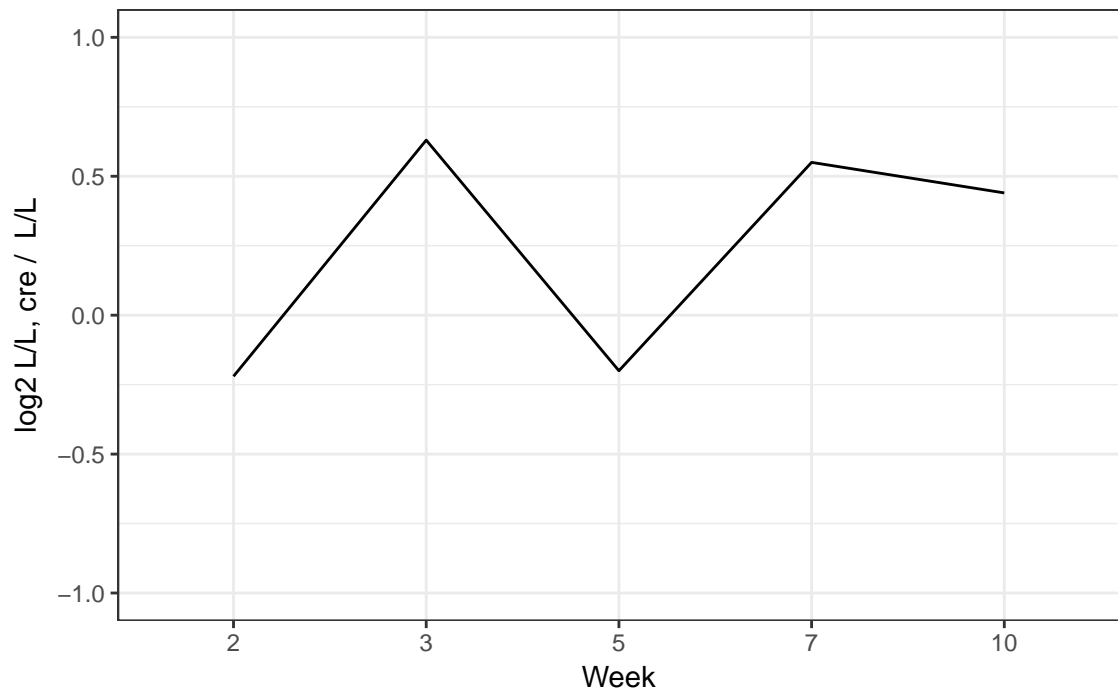

DBI / P31786; adj.p value: 0.00052

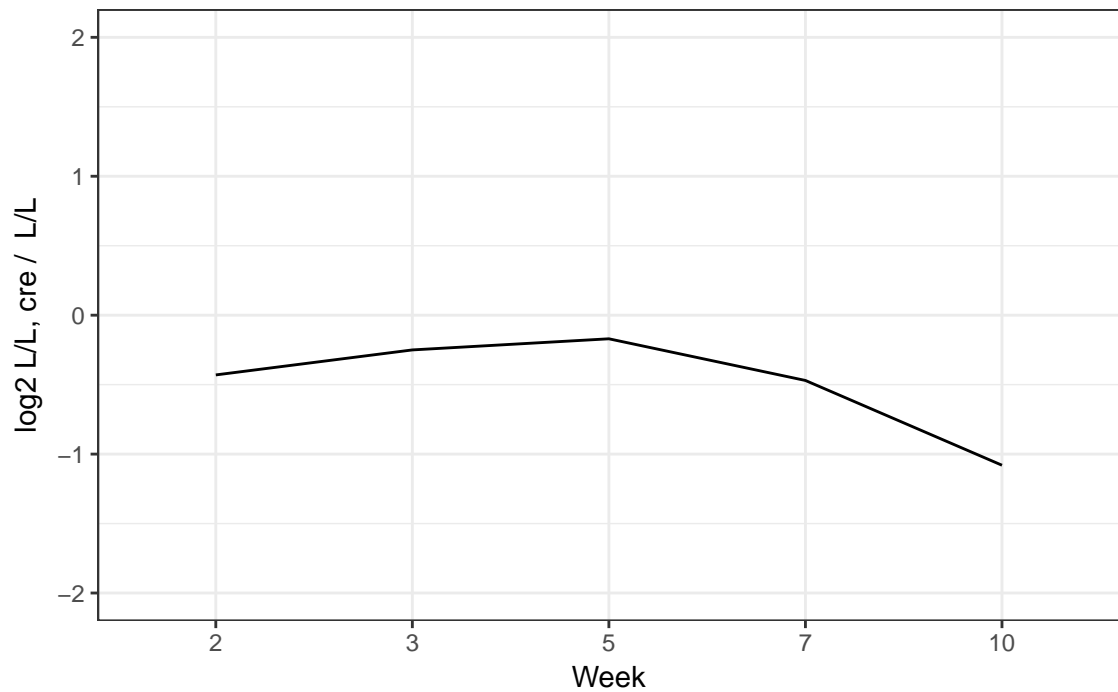

DBT / P53395; adj.p value: 0.00472

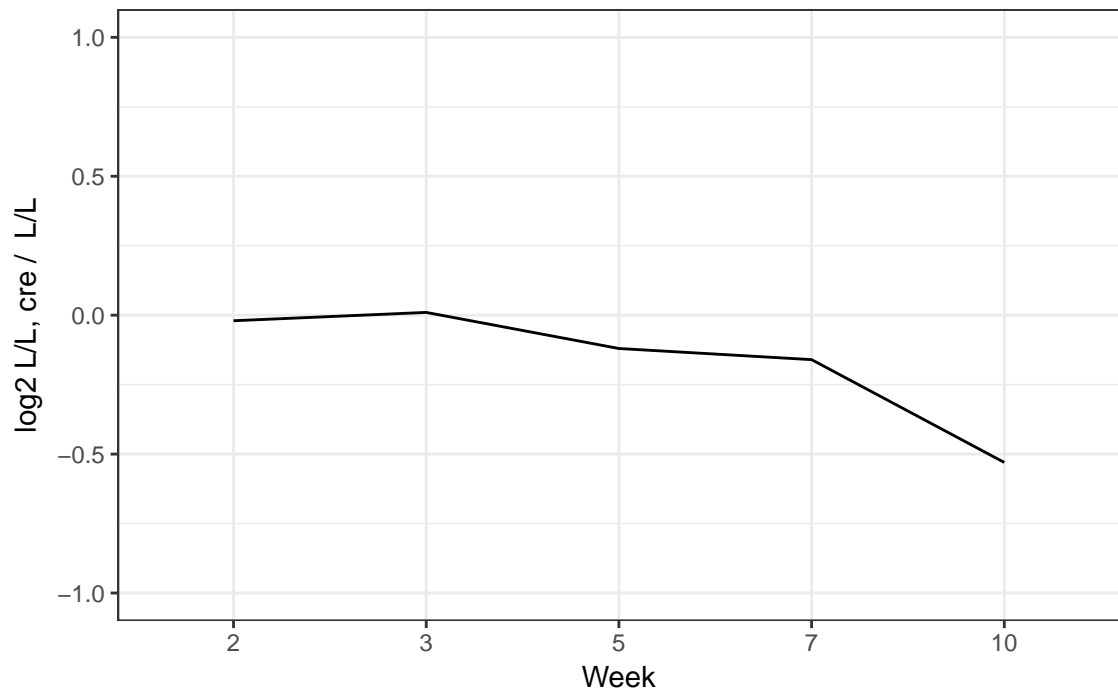

DCAKD / Q8BHC4; adj.p value: 5e-04

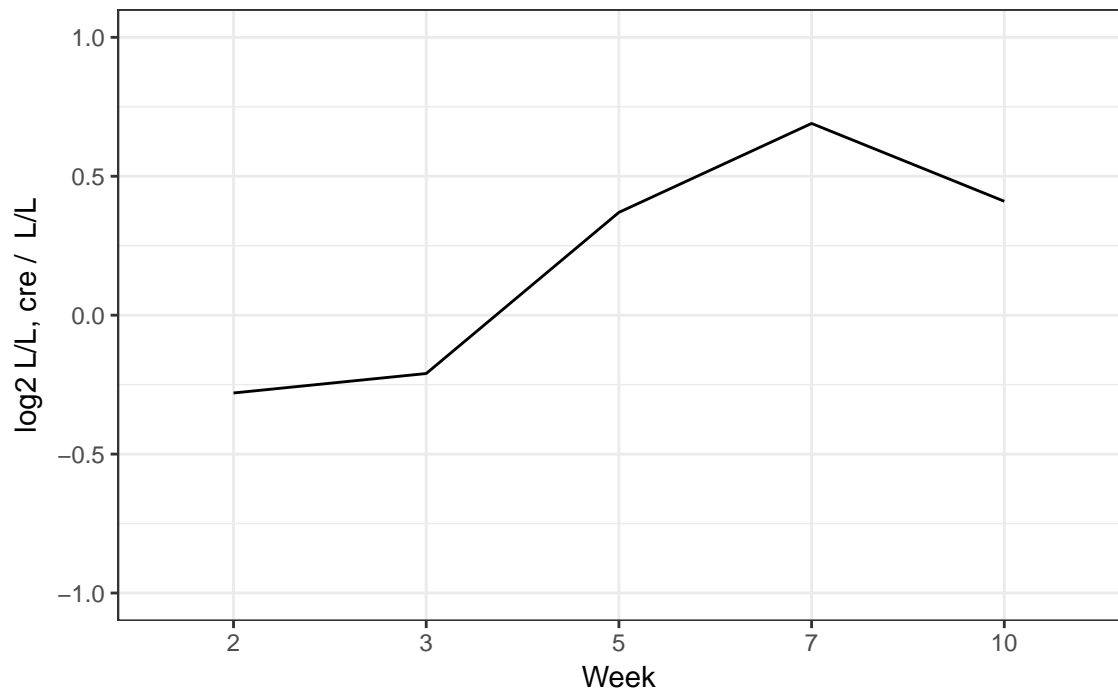

DECR1 / Q9CQ62; adj.p value: 0.01062

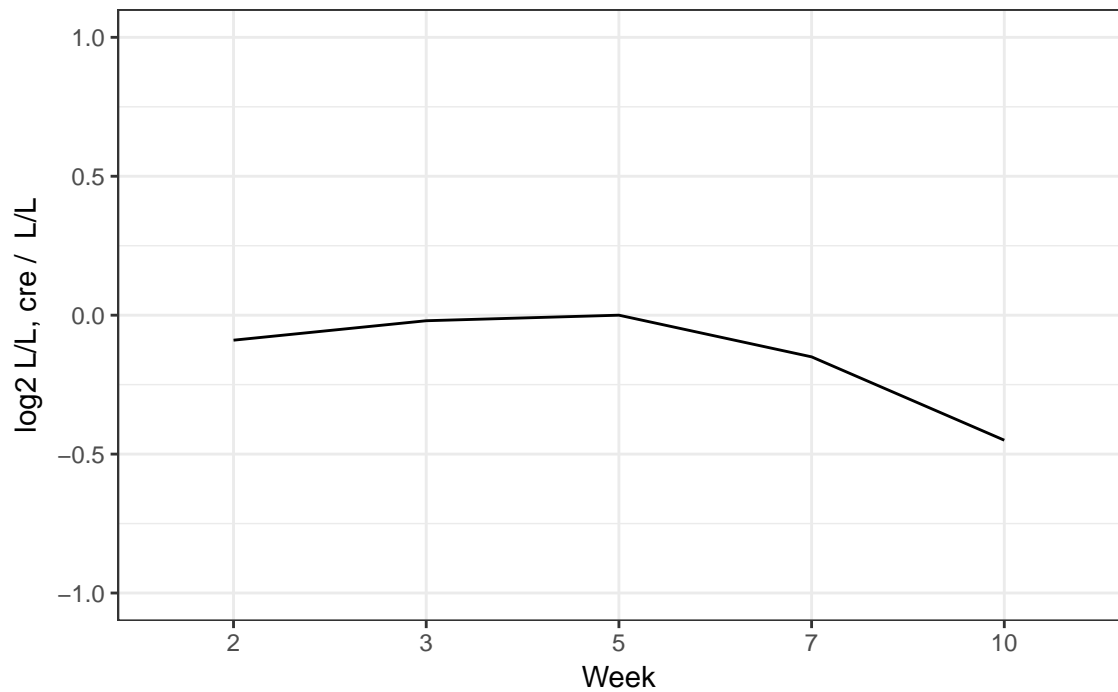

DGUOK / Q9QX60-2; adj.p value: 0.52196

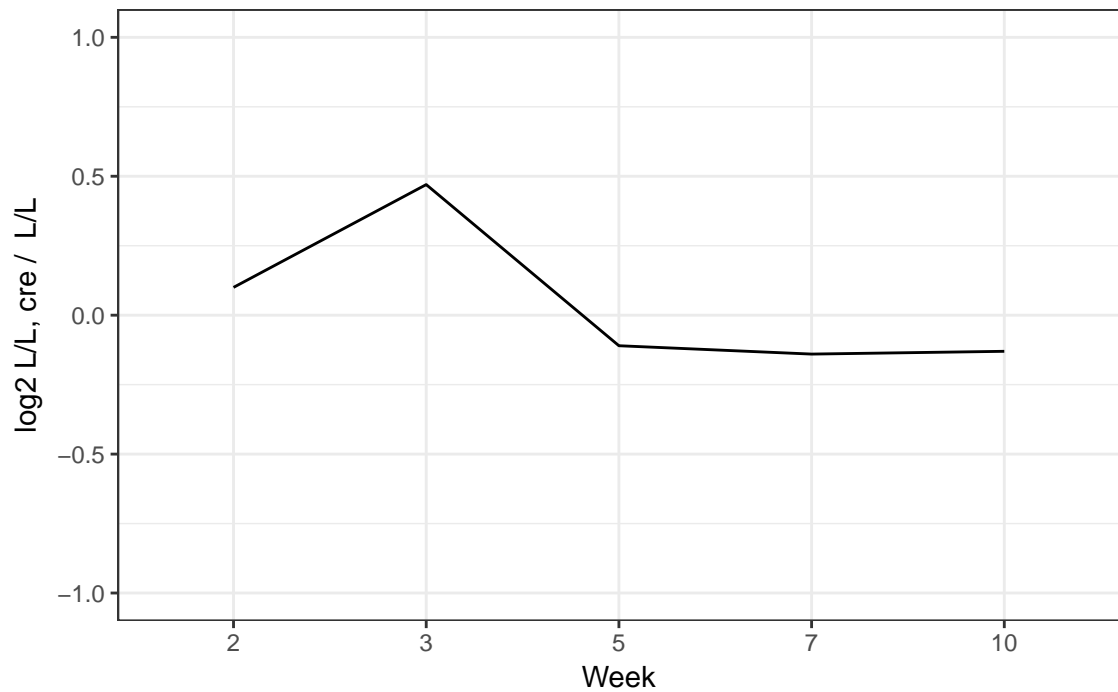

DHODH / O35435; adj.p value: 0.64787

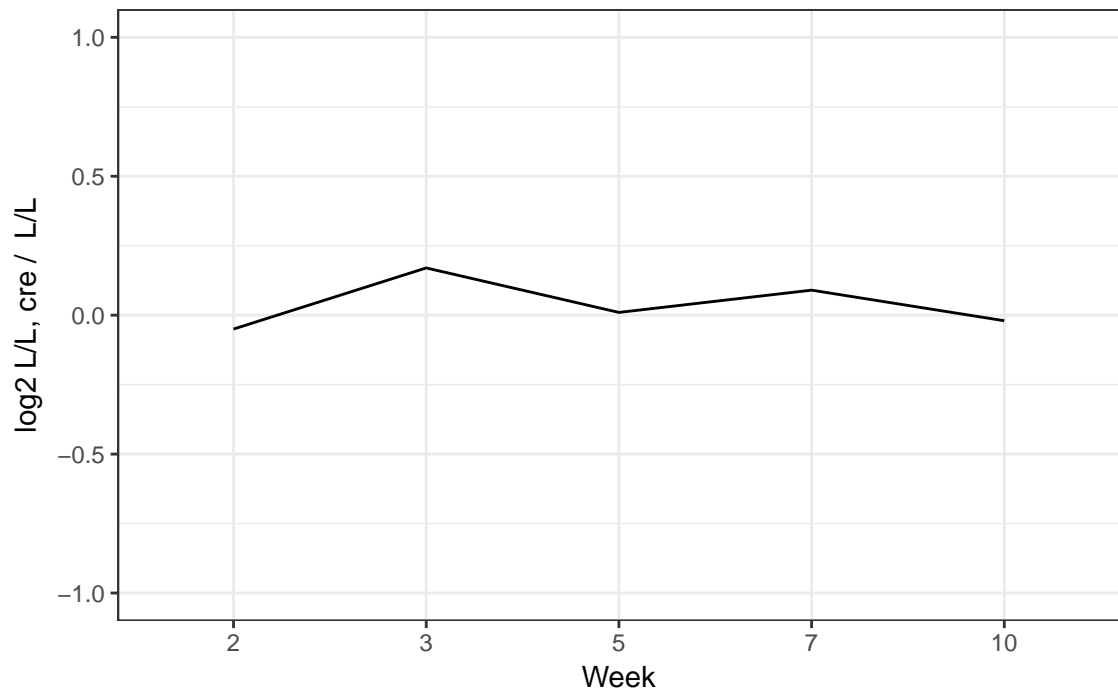

DHRS1 / Q99L04; adj.p value: 0.04951

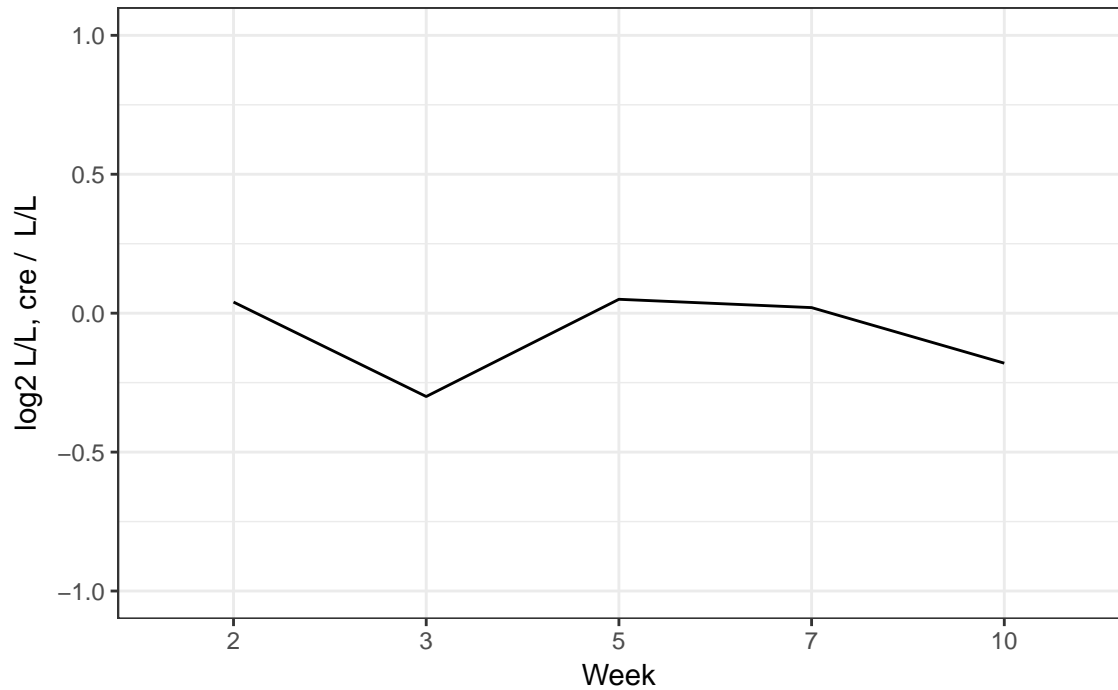

DHRS4 / Q99LB2; adj.p value: 0

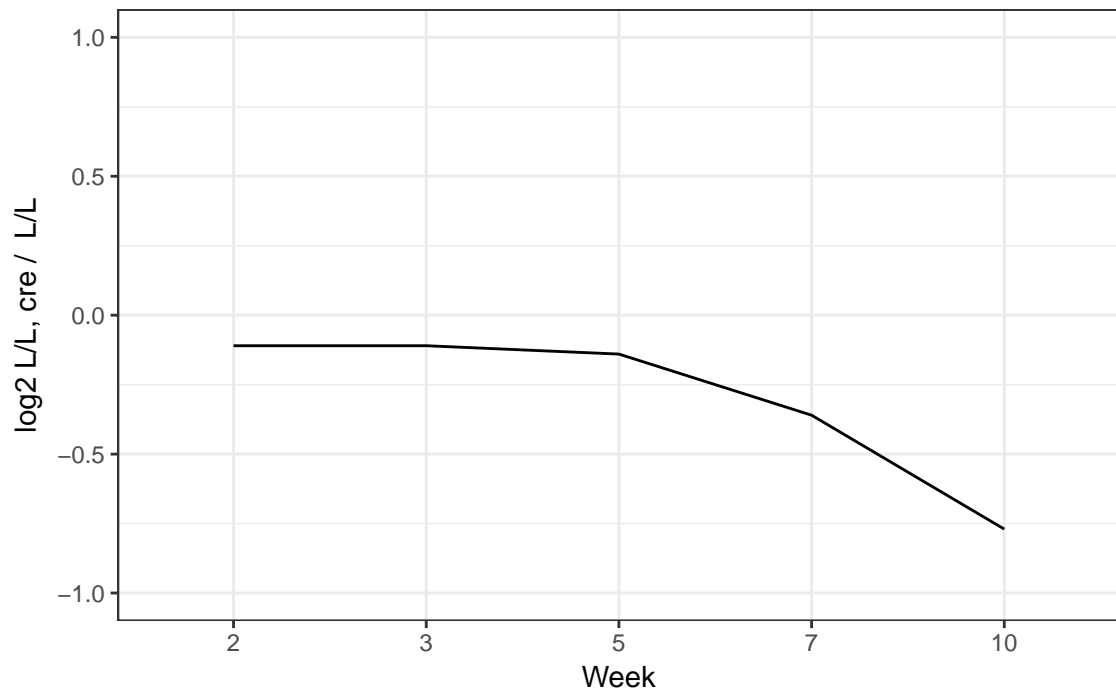

DHRS7B / Z4YKT6; adj.p value: 0.47382

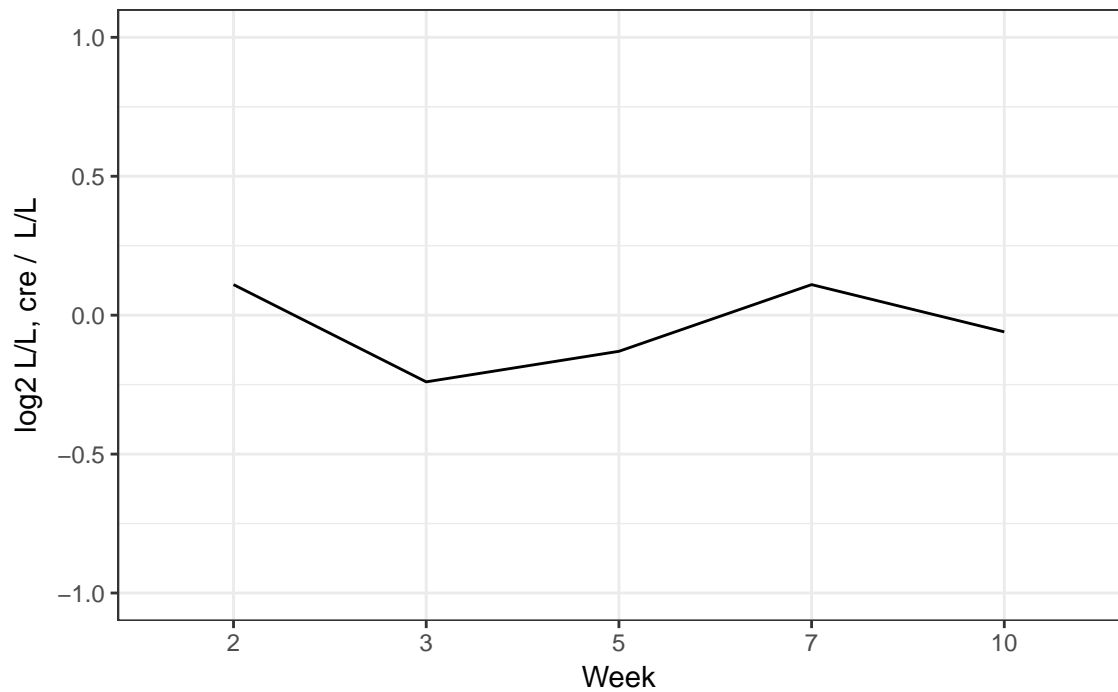

DHX30 / A0A0G2JGL8; adj.p value: 0.00063

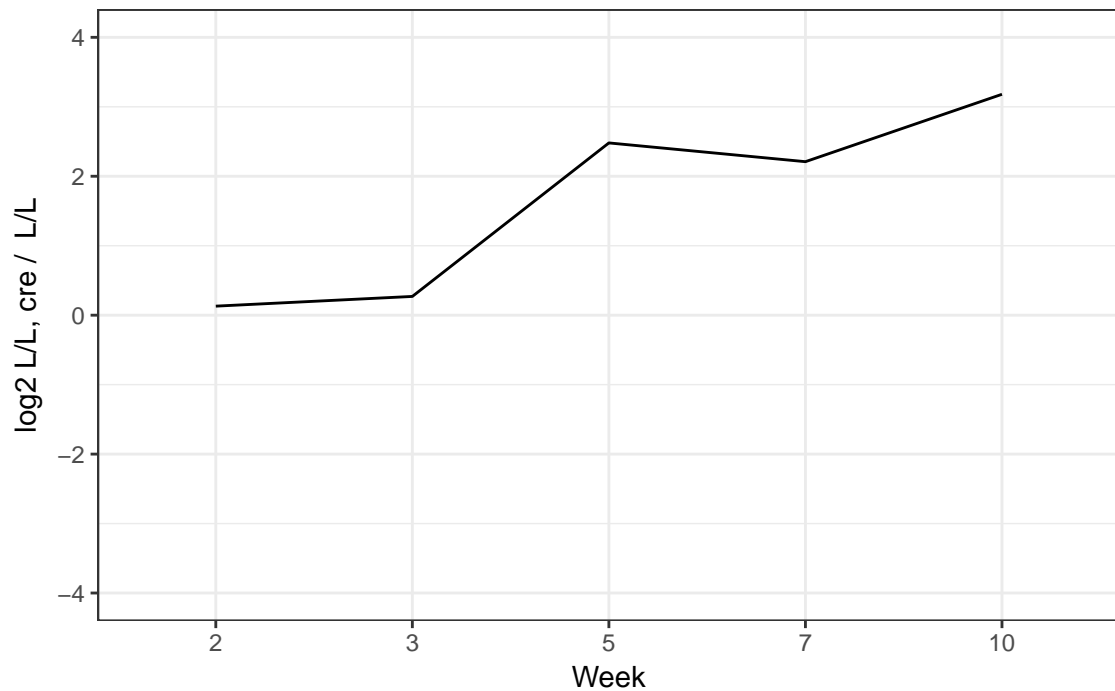

DIABLO / Q9JIQ3; adj.p value: 0

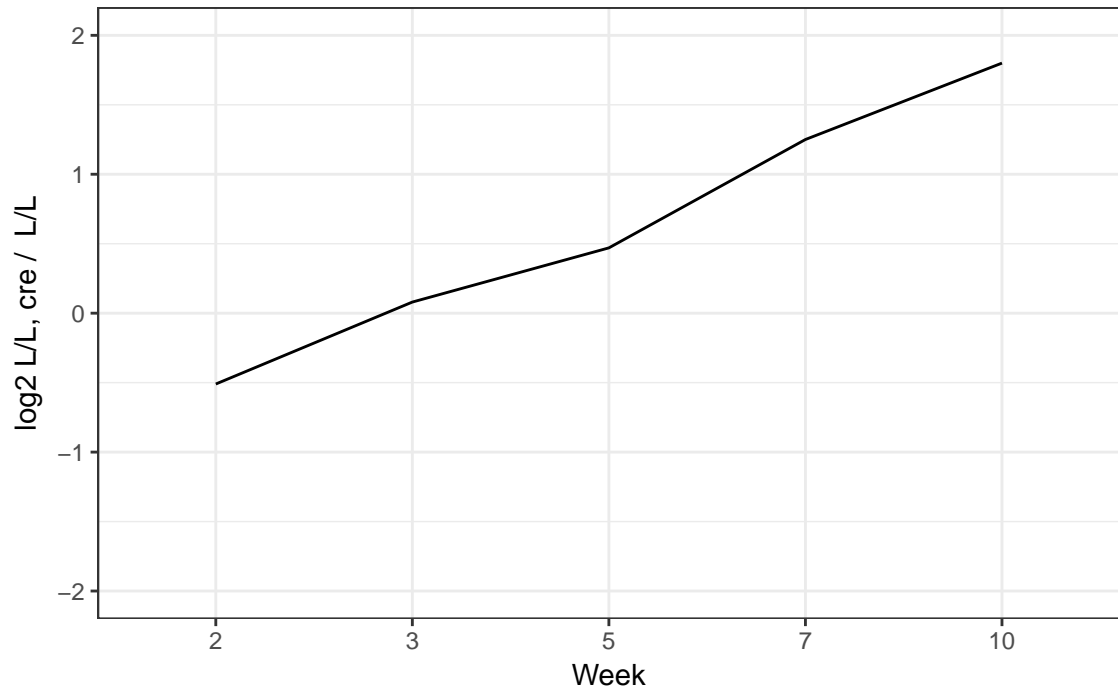

DLAT / Q8BMF4; adj.p value: 0.40282

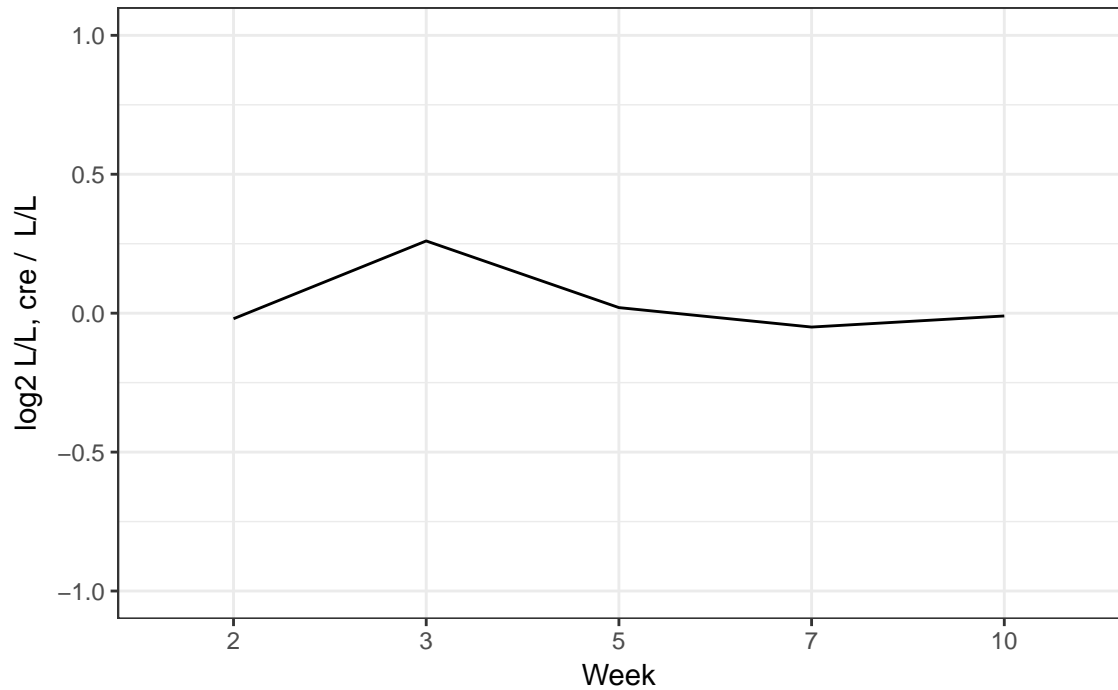

DLD / O08749; adj.p value: 0.0362

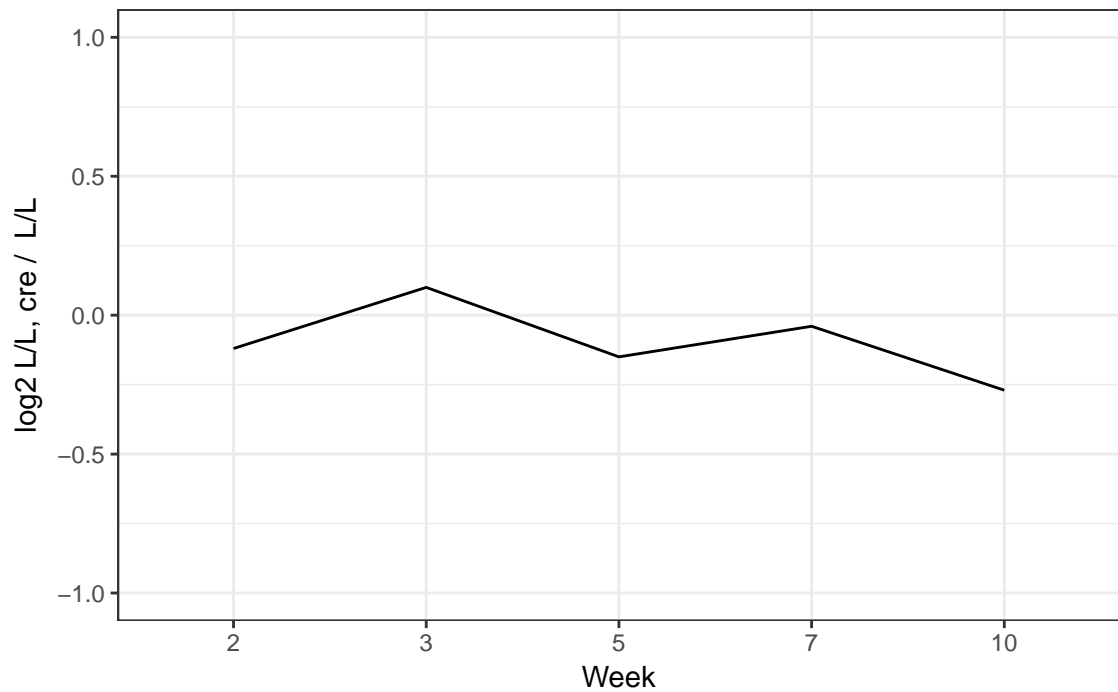

DLST / Q9D2G2; adj.p value: 0.18477

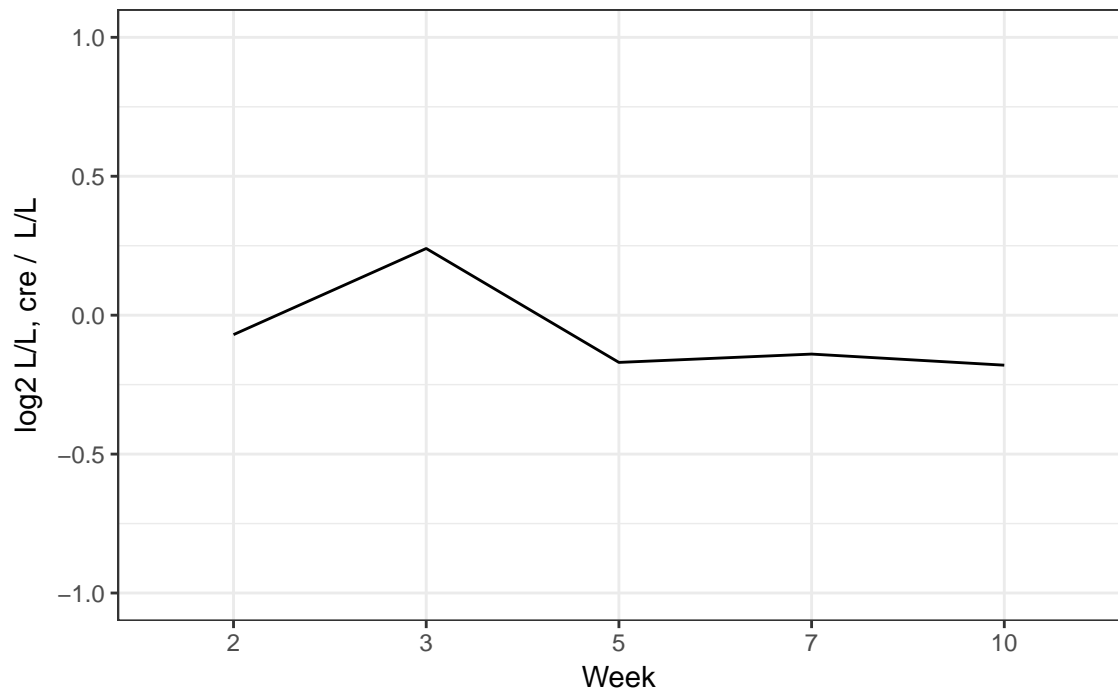

DNAJA3 / Q99M87; adj.p value: 0

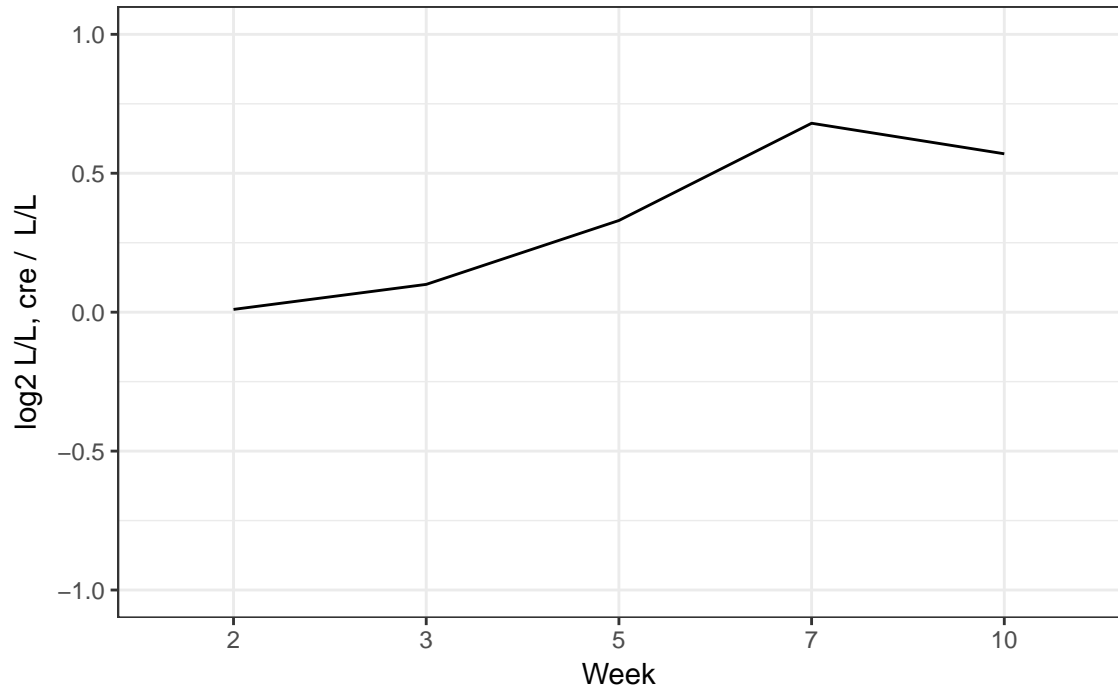

DNAJC11 / Q5U458; adj.p value: 0.00017

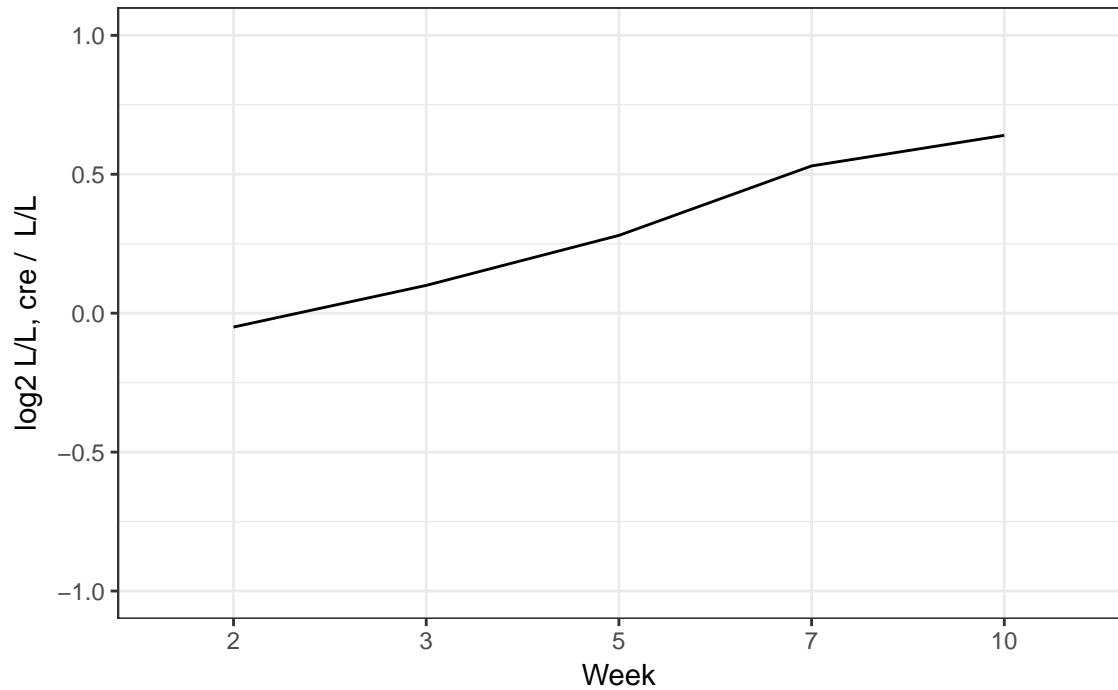

DNAJC15 / Q78YY6; adj.p value: 0.00118

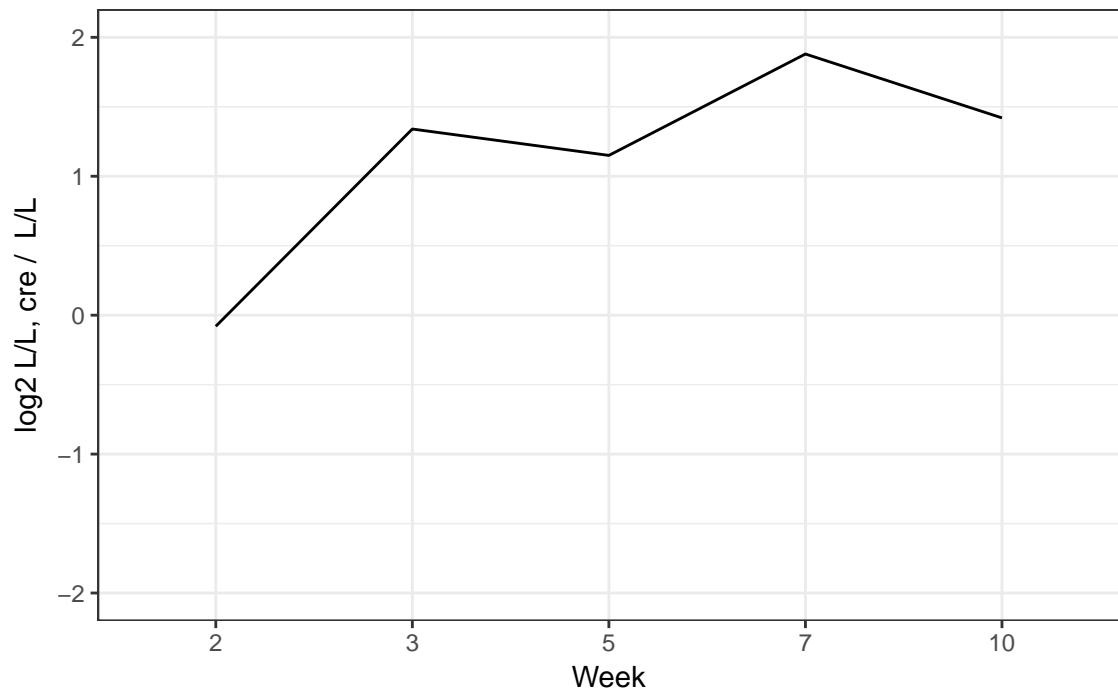

DNAJC19 / Q9CQV7; adj.p value: 0.29332

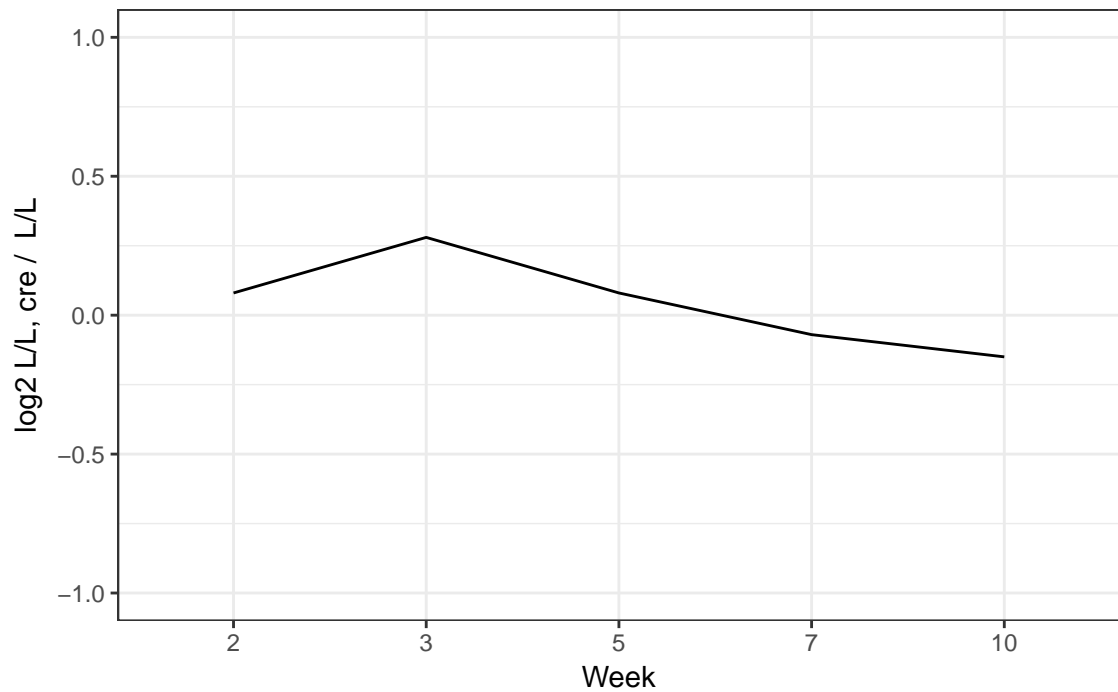

DNAJC28 / E9Q1L7; adj.p value: 1e-05

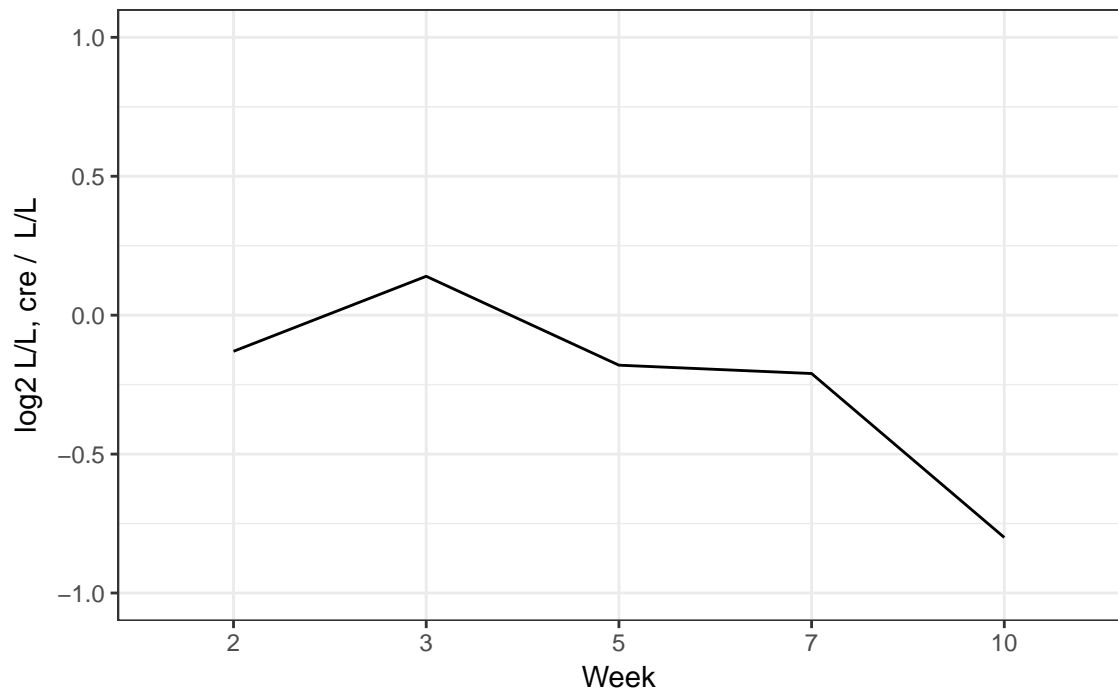

DNAJC30 / P59041; adj.p value: 0.09905

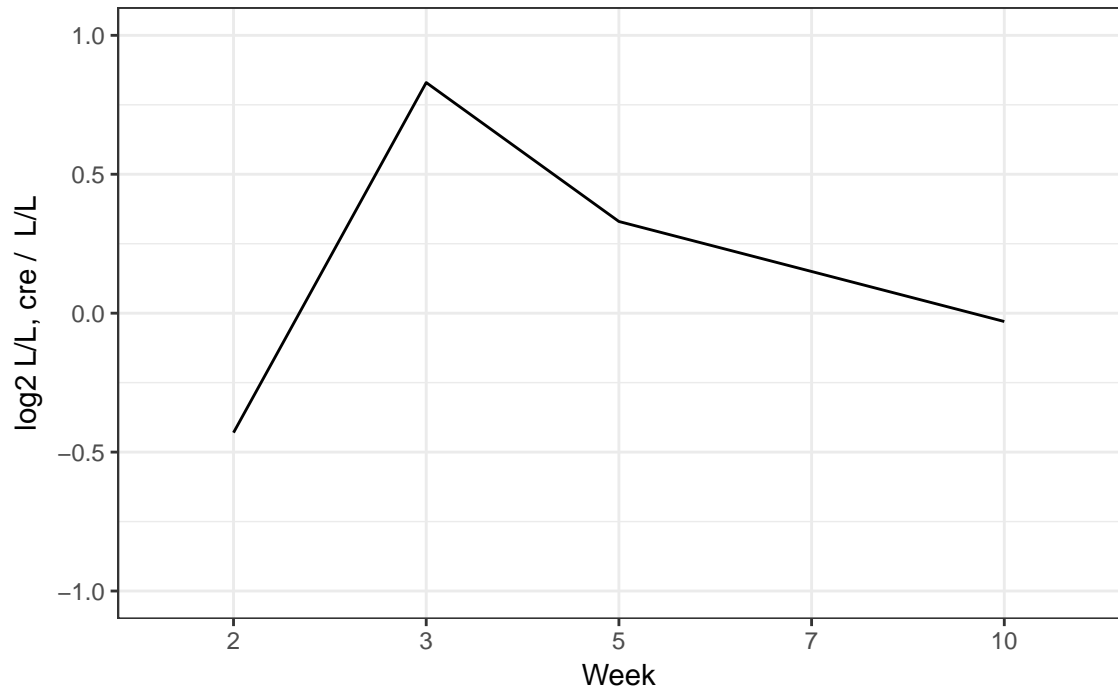

DNAJC4 / Q6GTN1; adj.p value: 0.07353

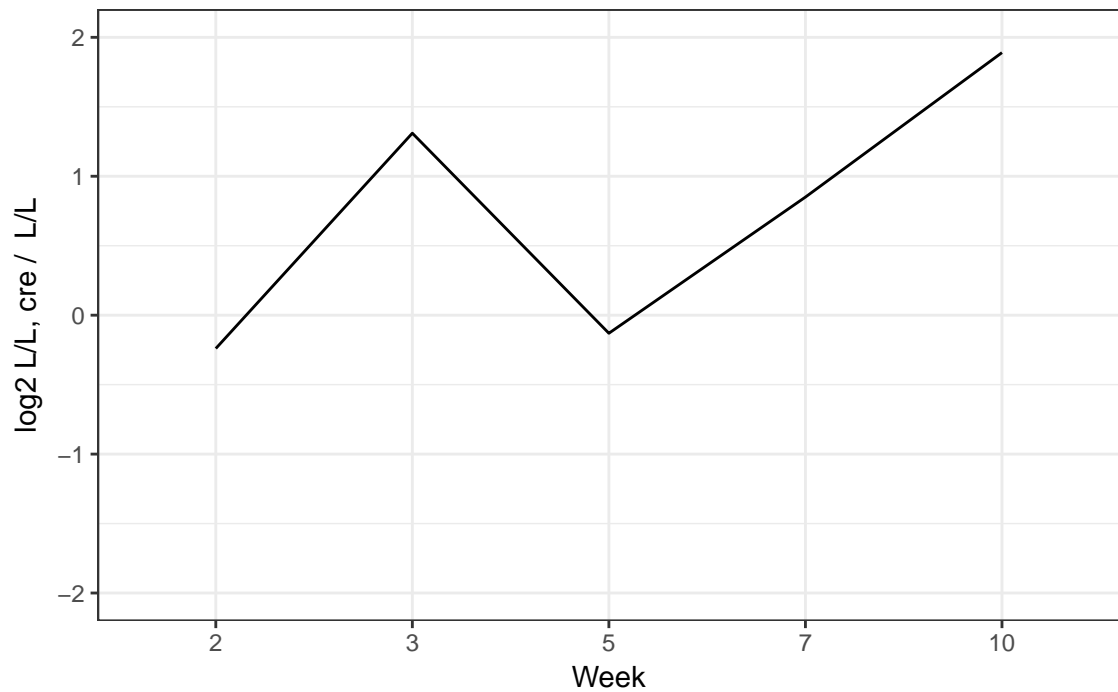

DNM1L / E9PUD2; adj.p value: 0.07985

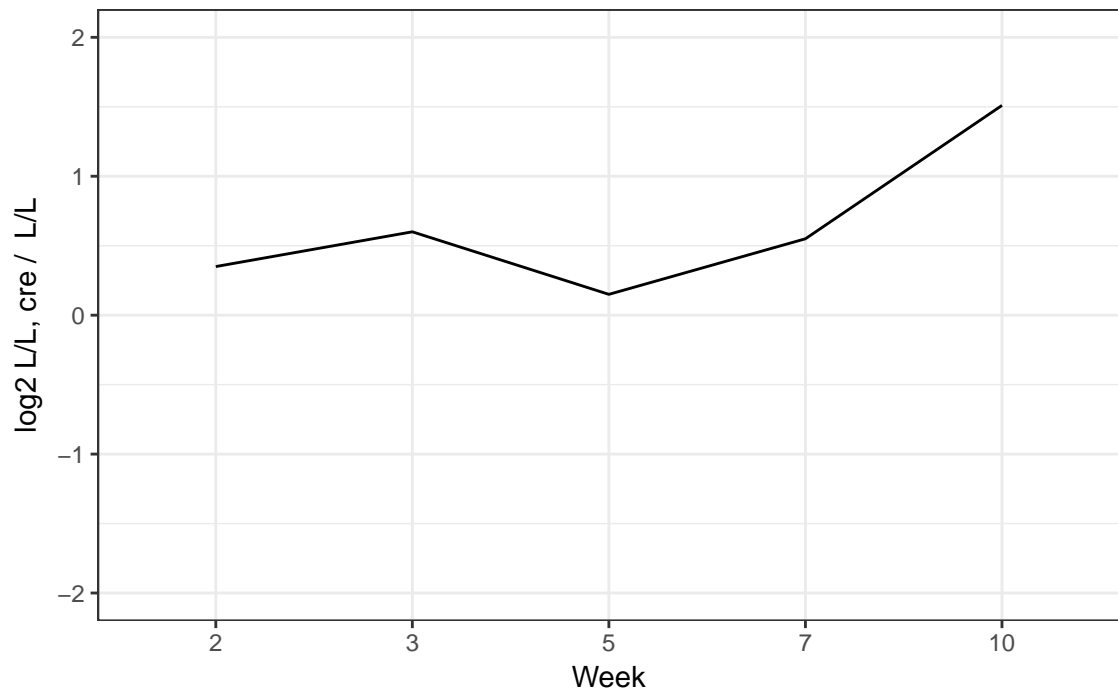

DUT / Q8VCG1; adj.p value: 3e-05

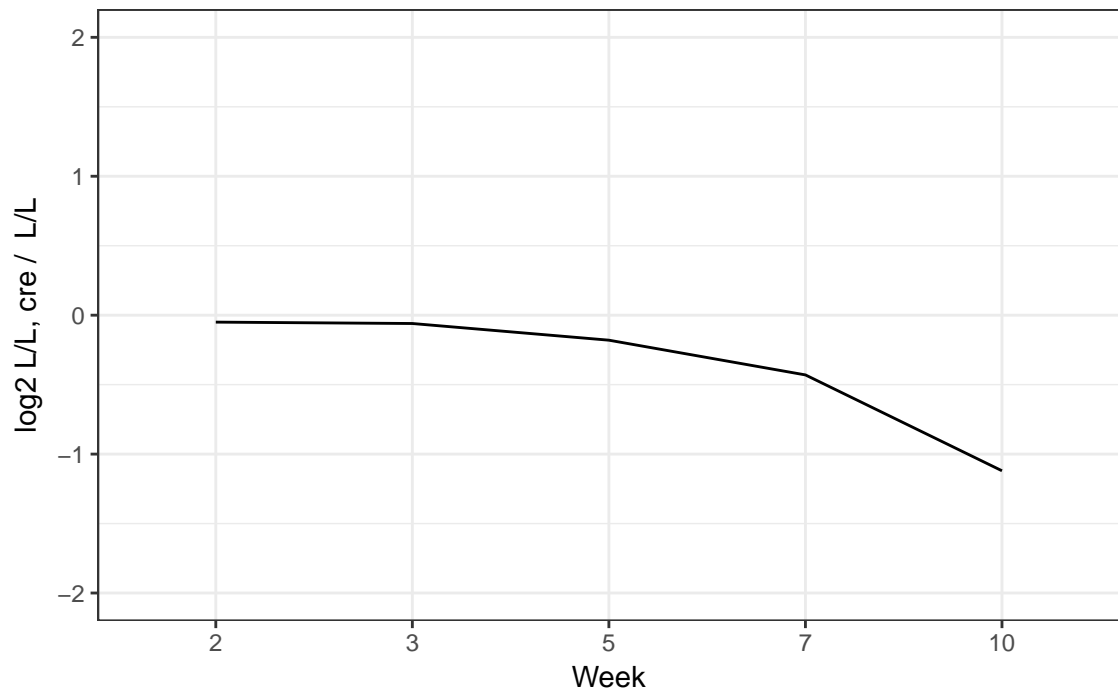

EARS2 / Q9CXJ1; adj.p value: 0

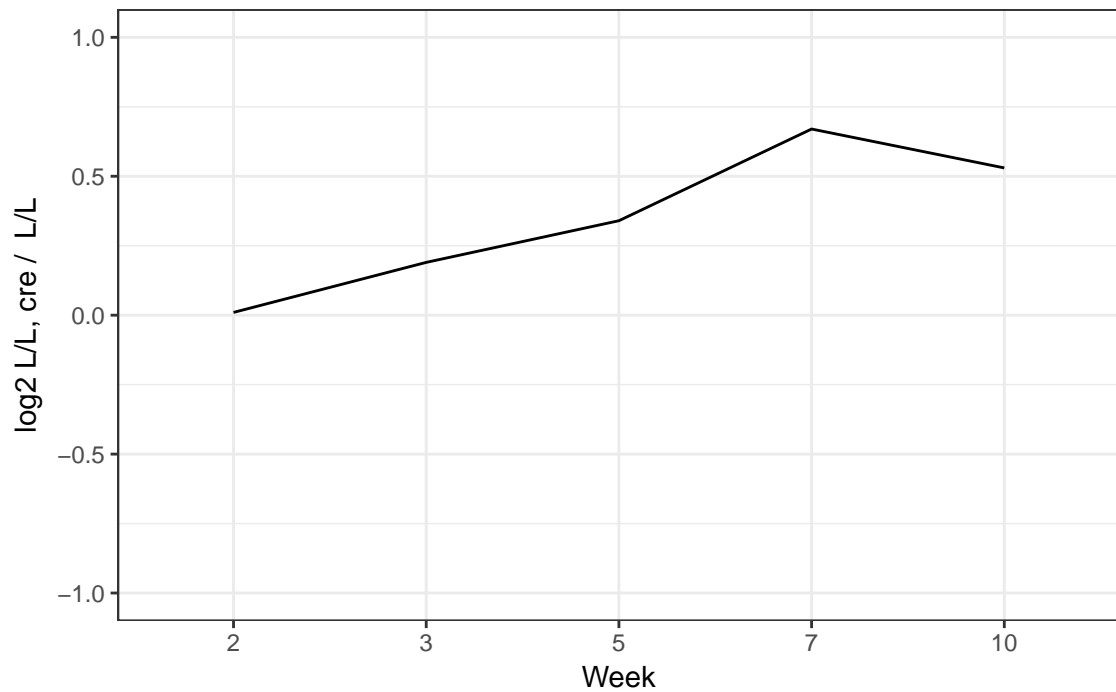

ECH1 / O35459; adj.p value: 0.00024

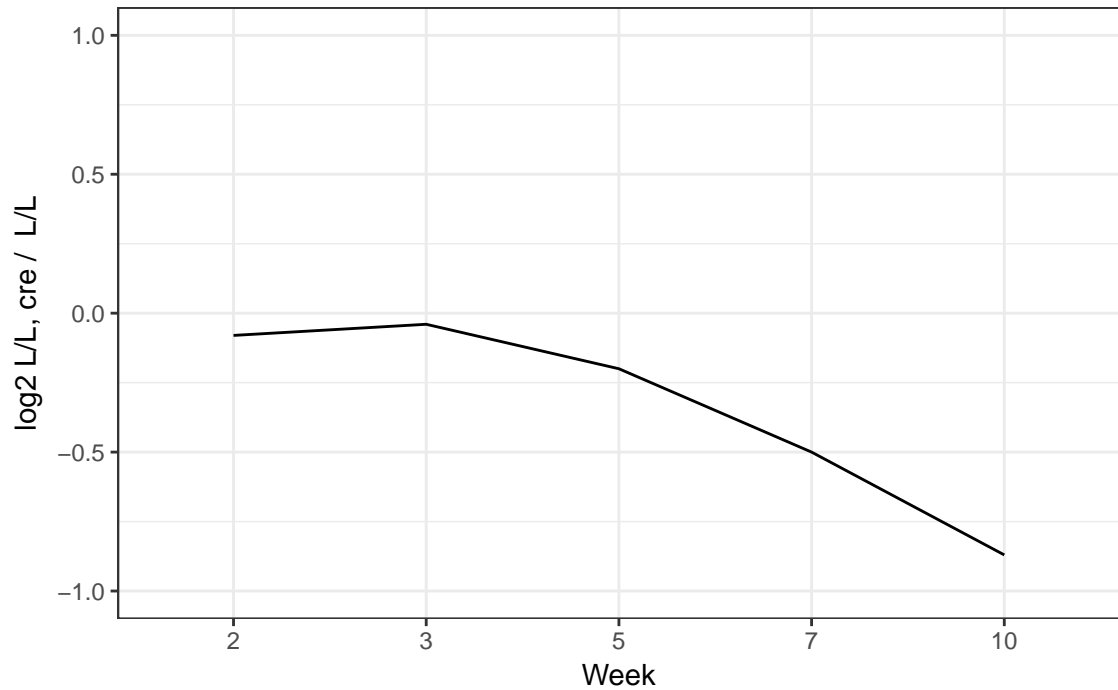

ECHDC1 / Q9D9V3-2; adj.p value: 0.86859

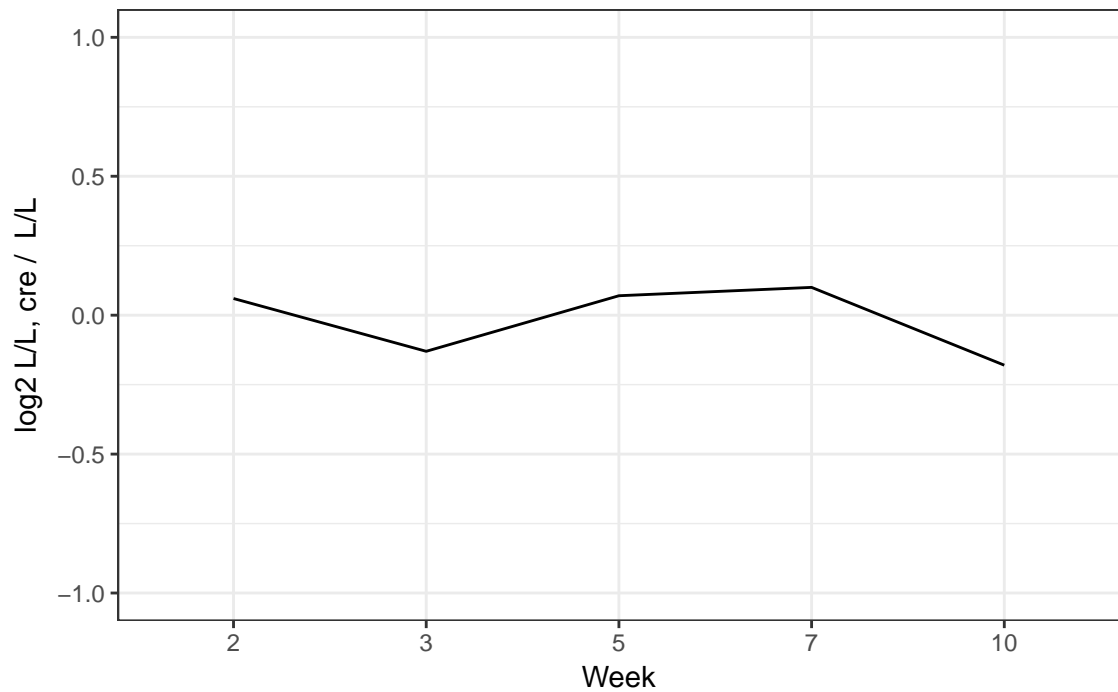

ECHDC2 / Q3TLP5; adj.p value: 0.00208

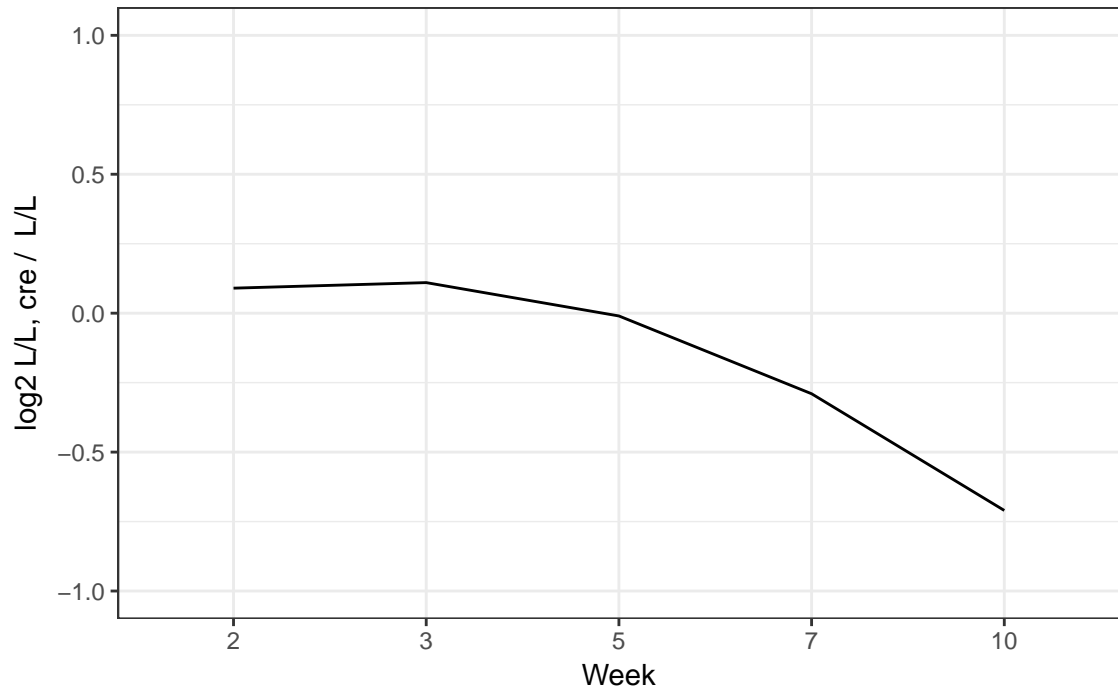

ECHDC3 / Q9D7J9; adj.p value: 1e-05

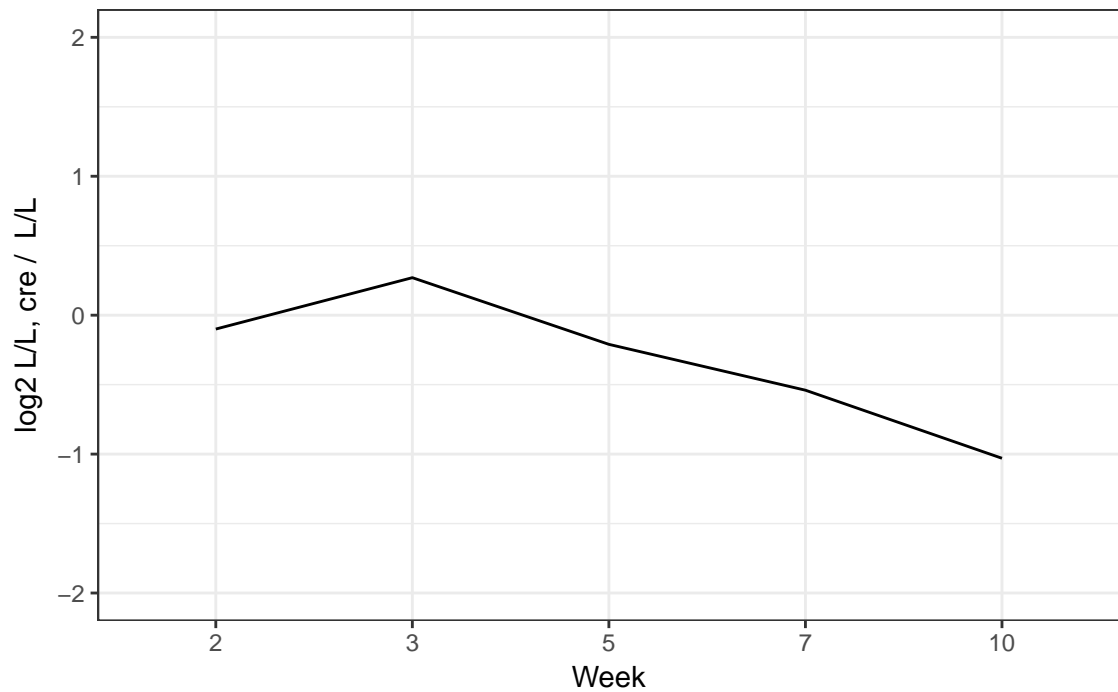

ECHS1 / Q8BH95; adj.p value: 0.12127

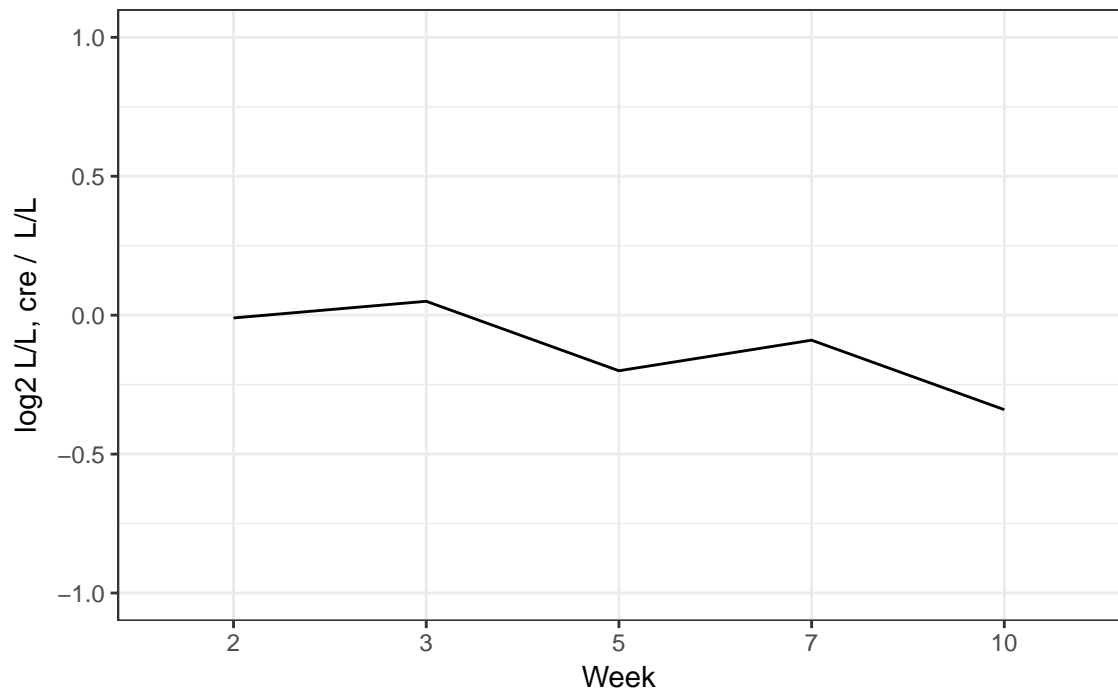

ECI1 / P42125; adj.p value: 0.1807

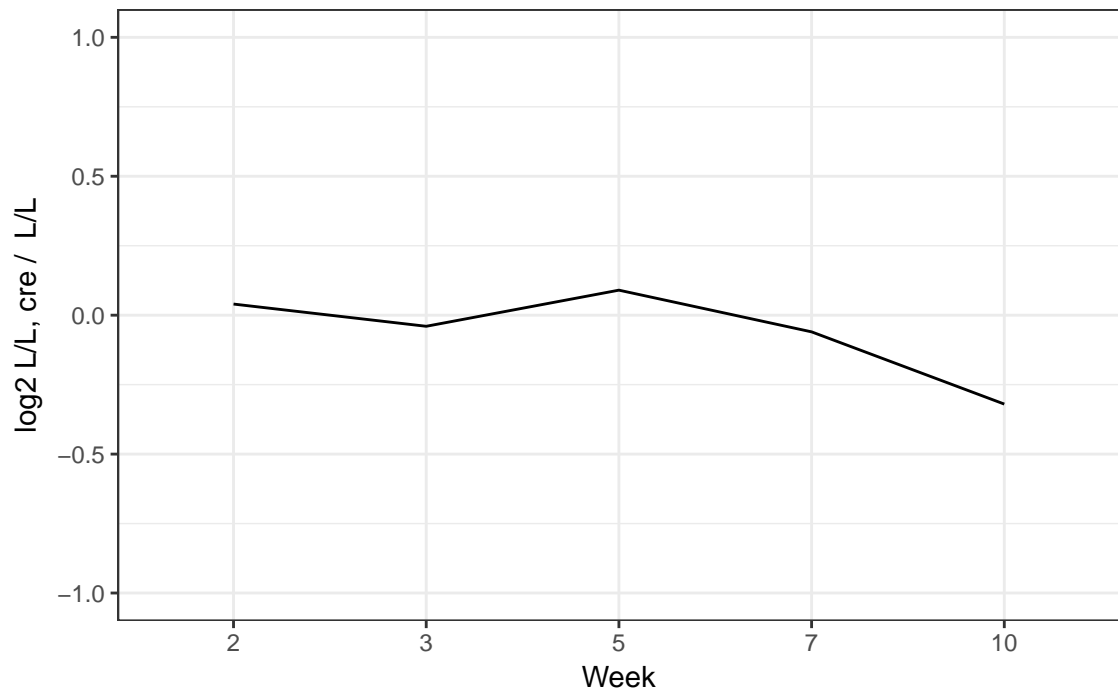

ECI2 / Q9WUR2-2; adj.p value: 0.1568

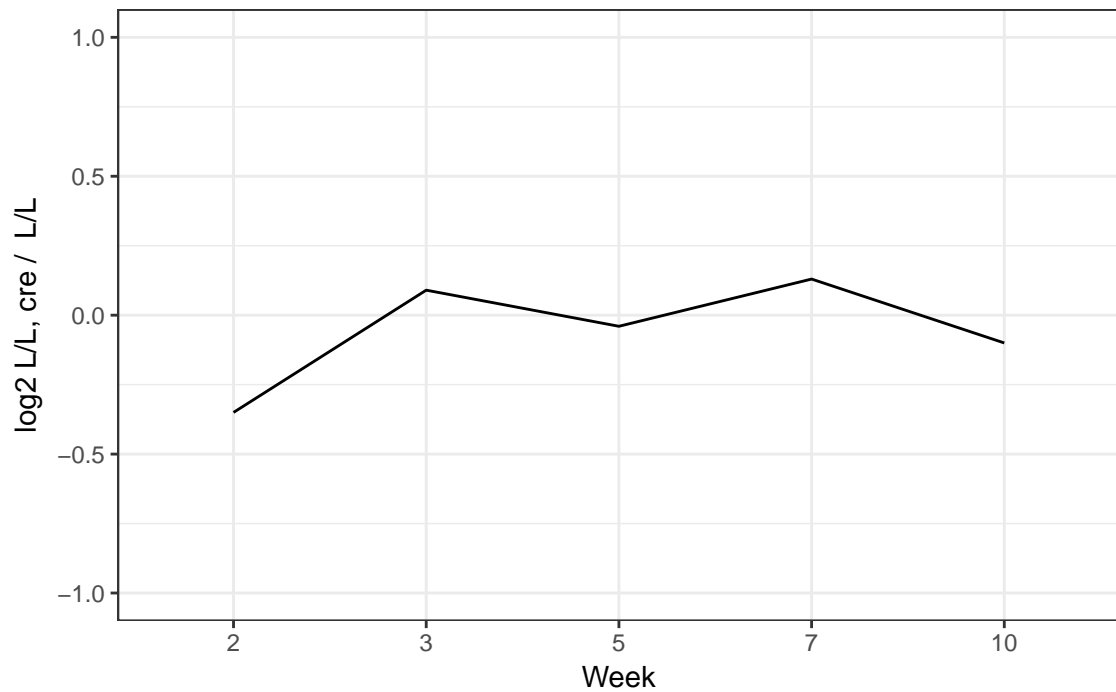

ECSIT / Q9QZH6; adj.p value: 0.00038

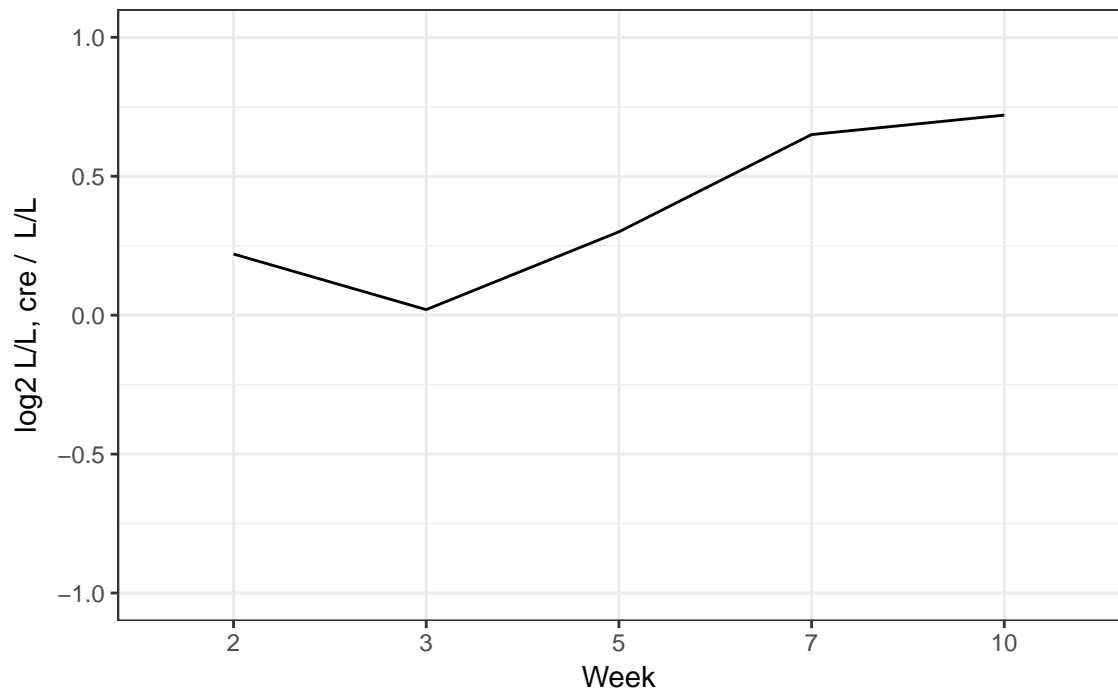

ENDOG / O08600; adj.p value: 0

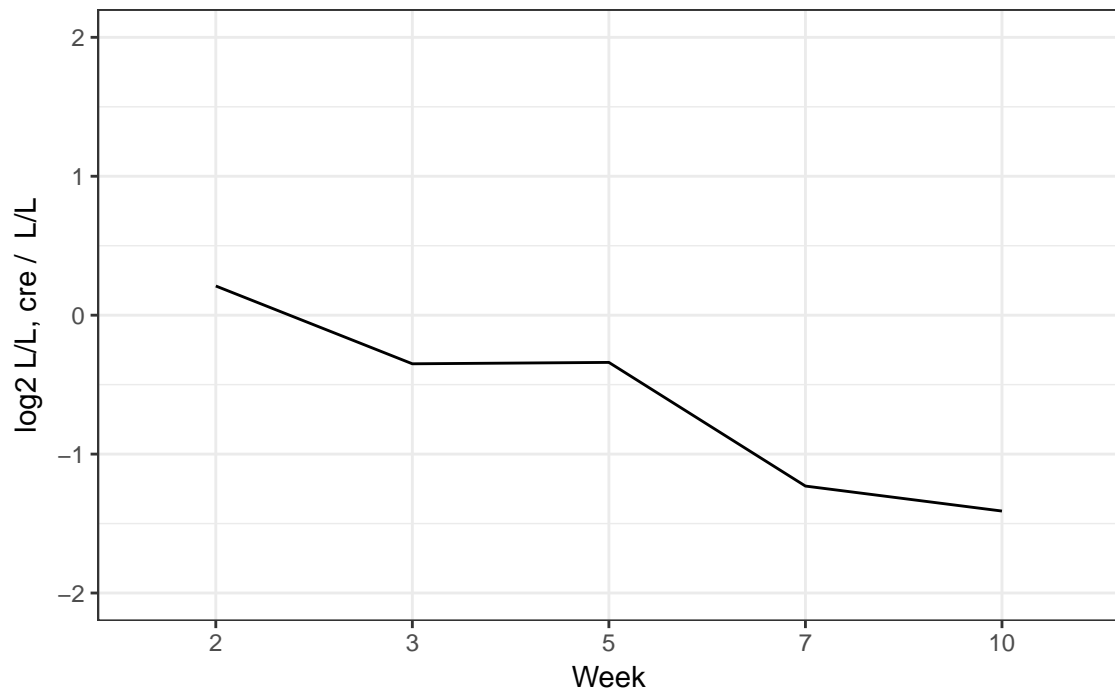

EPHX2 / P34914; adj.p value: 0.31641

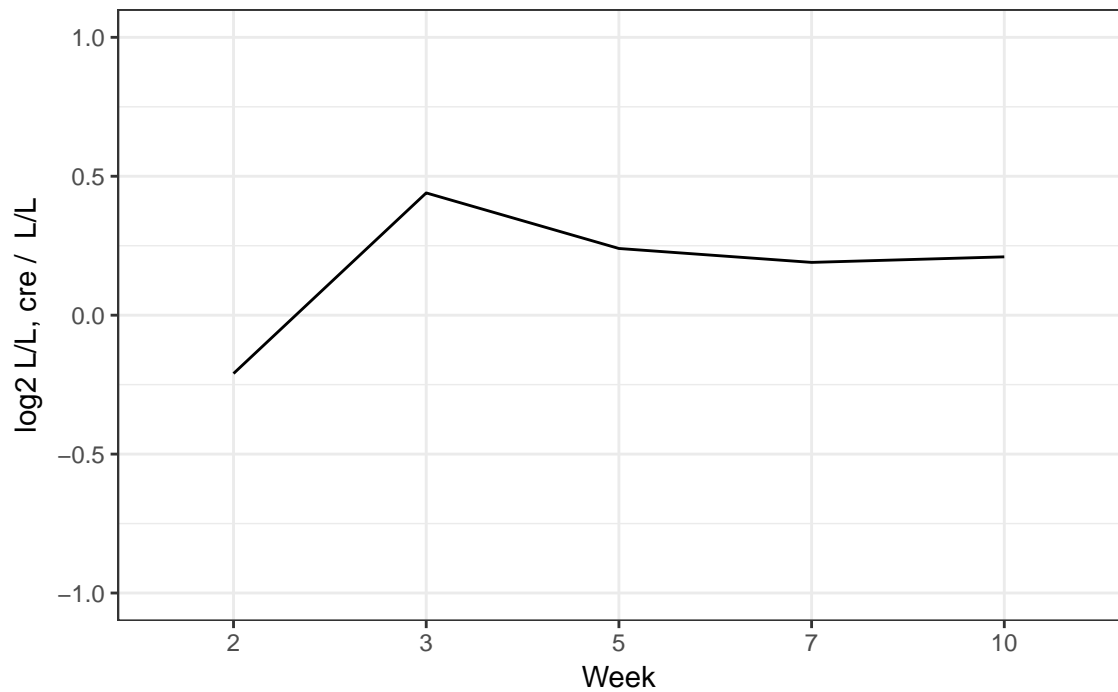

ERAL1 / Q9CZU4; adj.p value: 0.00029

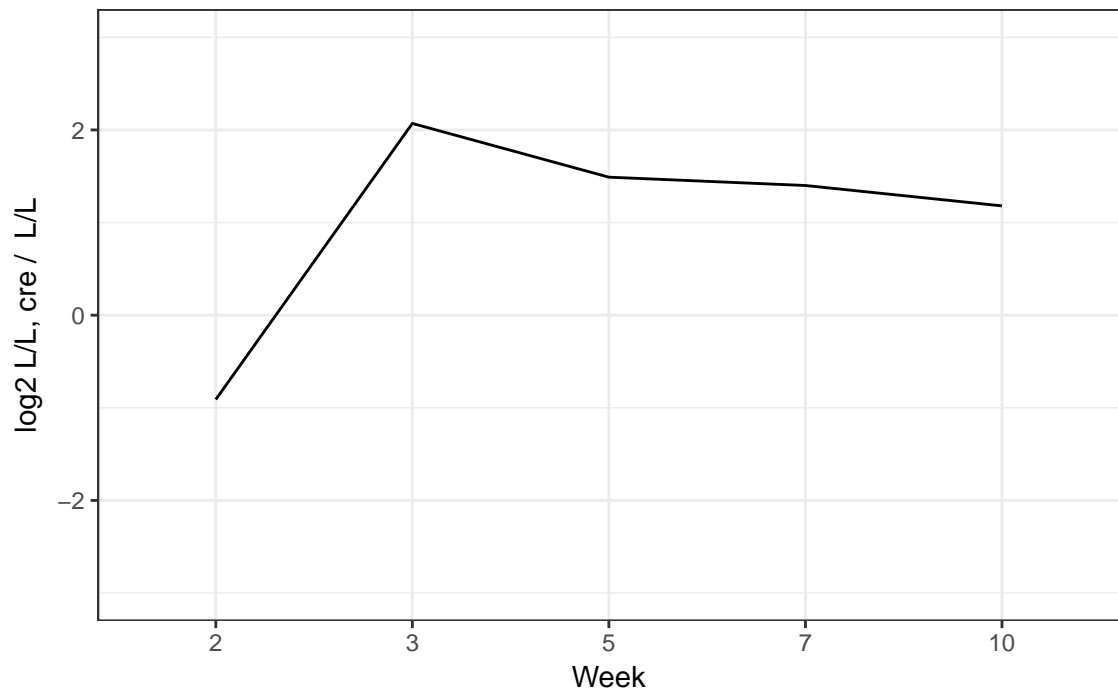

ETFA / Q99LC5; adj.p value: 7e-04

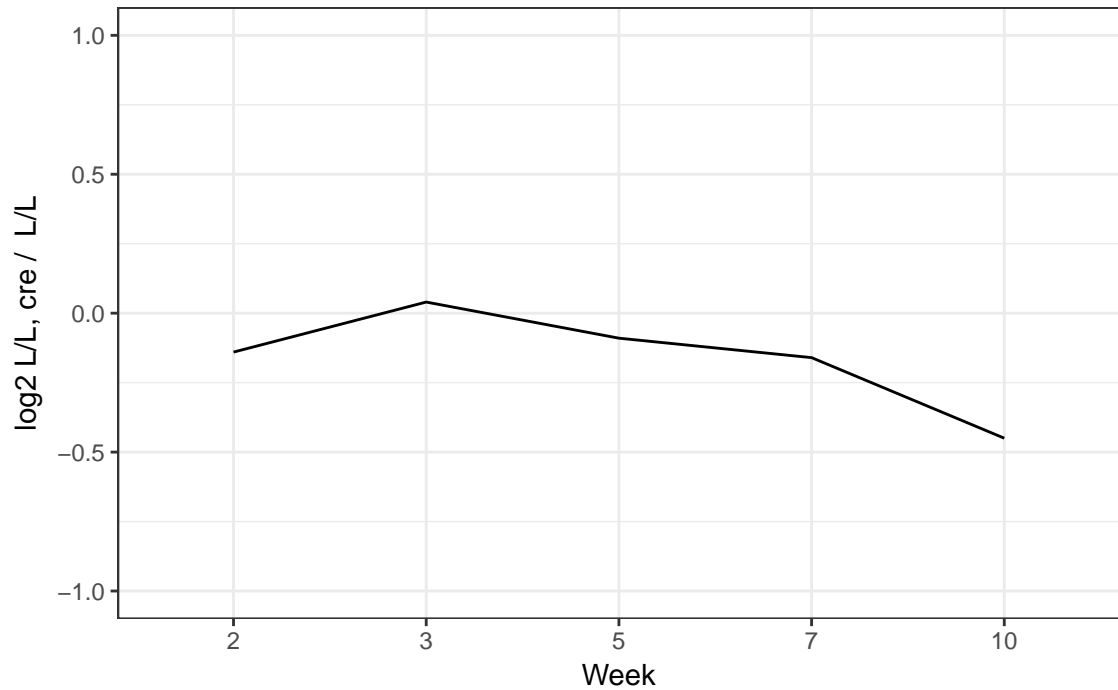

ETFB / Q9DCW4; adj.p value: 0.08029

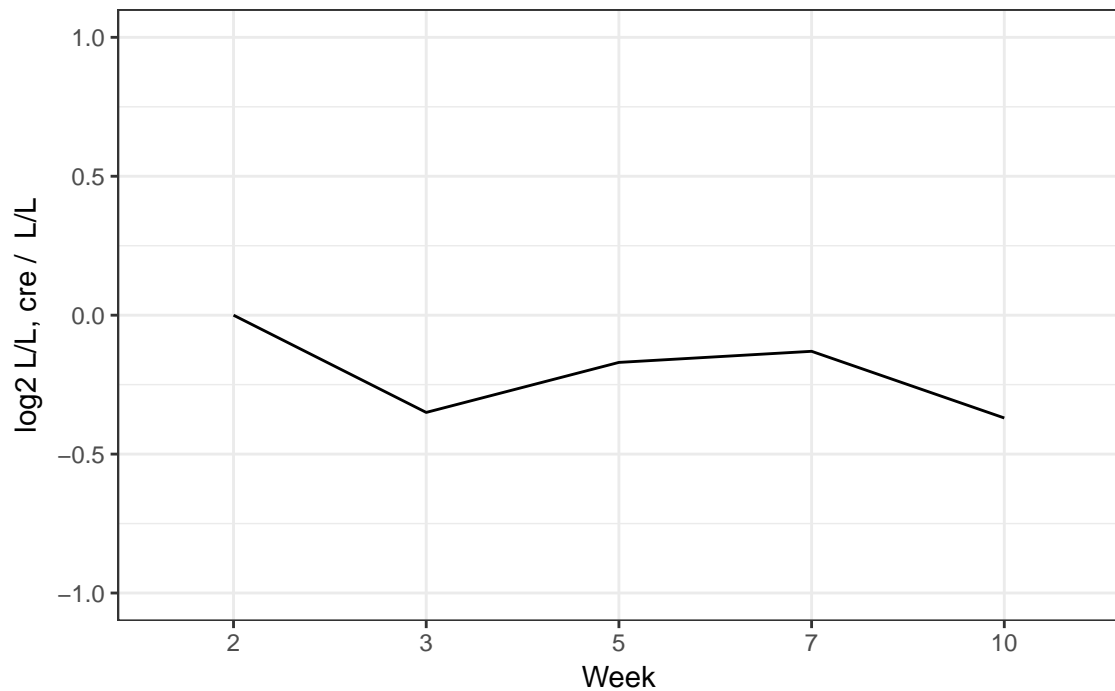

ETFDH / Q921G7; adj.p value: 1e-05

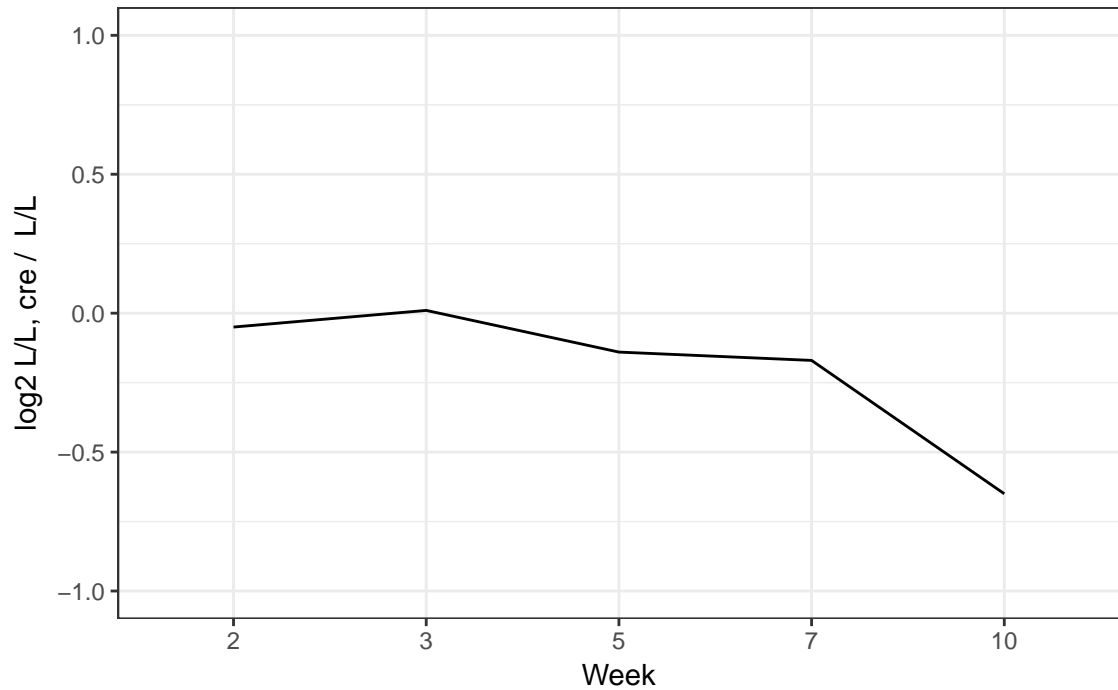

ETHE1 / Q9DCM0; adj.p value: 0.07372

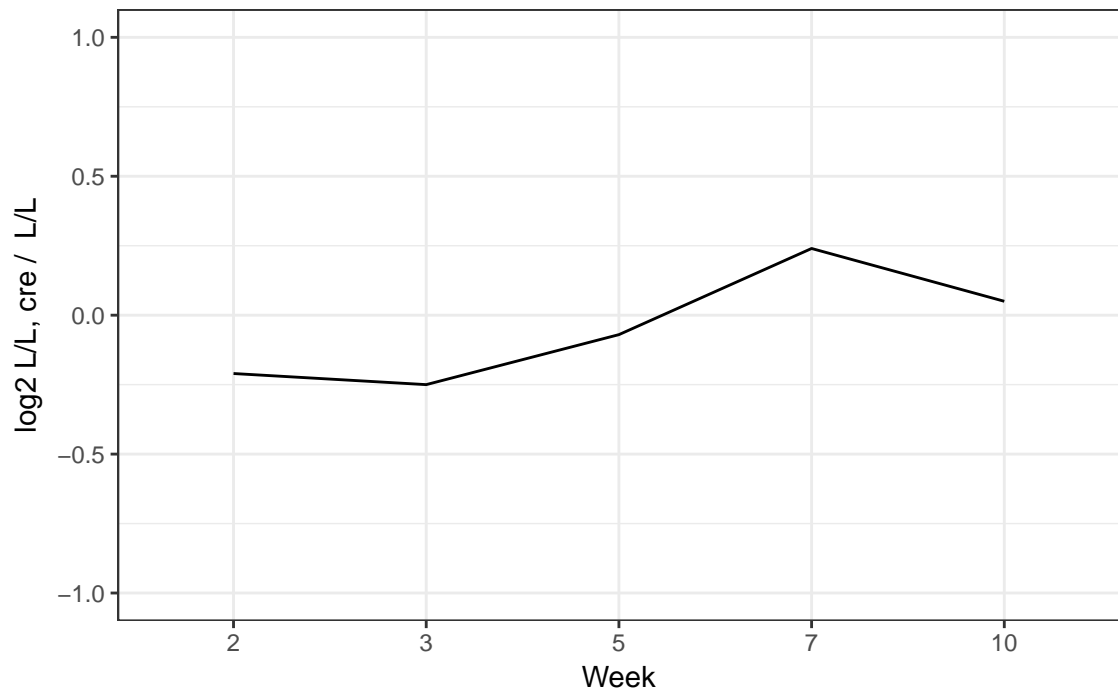

EXOG / Q8C163; adj.p value: 0.49015

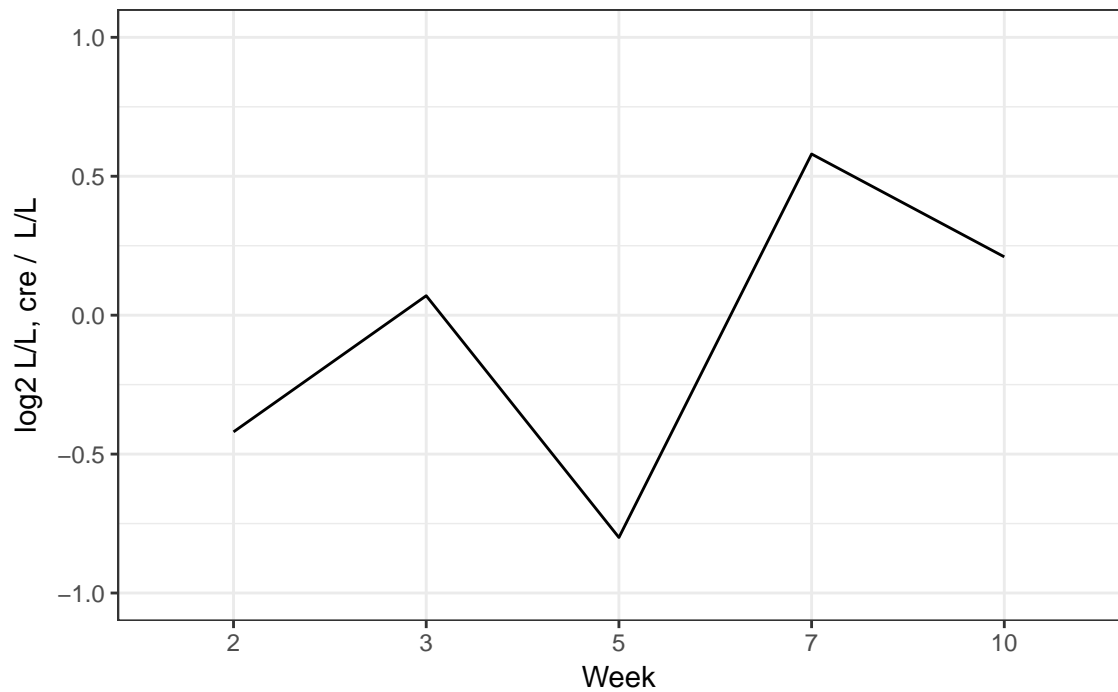

FAHD1 / Q8R0F8; adj.p value: 0.01781

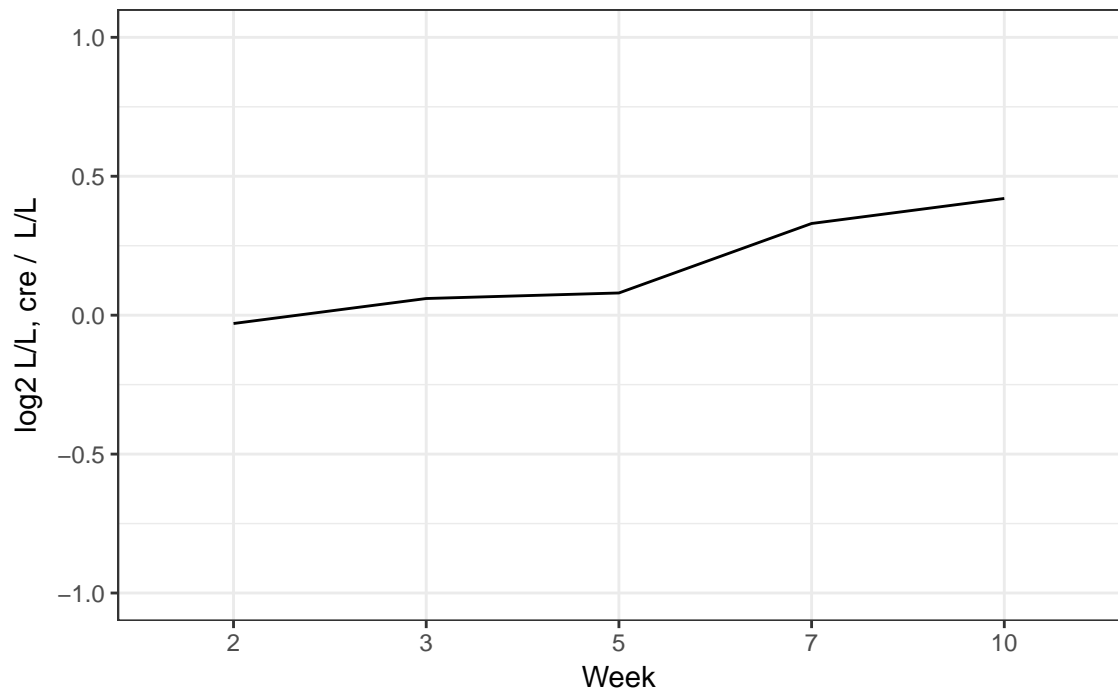

FAHD2 / Q3TC72; adj.p value: 0.53394

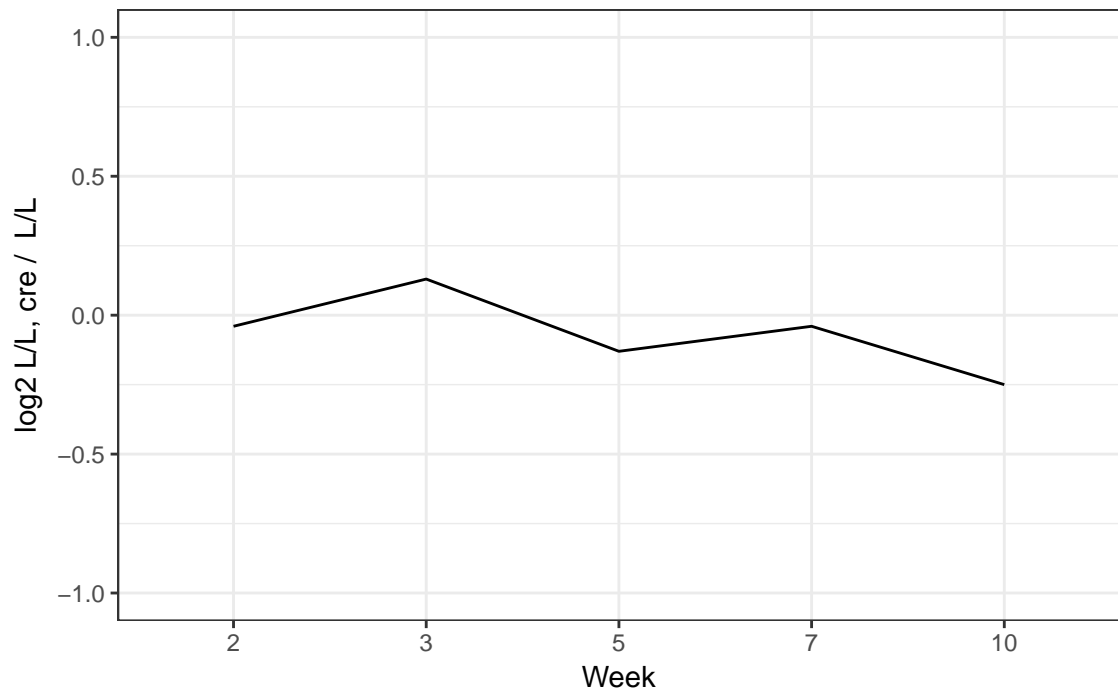

FAM136A / Q9CR98; adj.p value: 0.20403

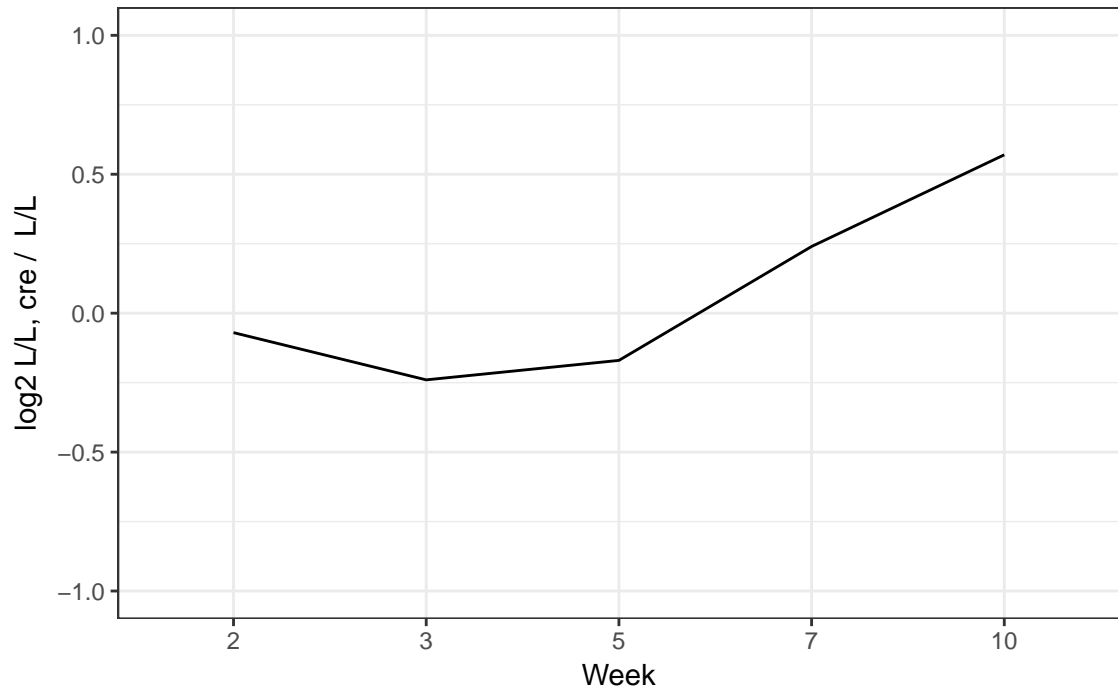

FAM162A / Q9D6U8; adj.p value: 0.6482

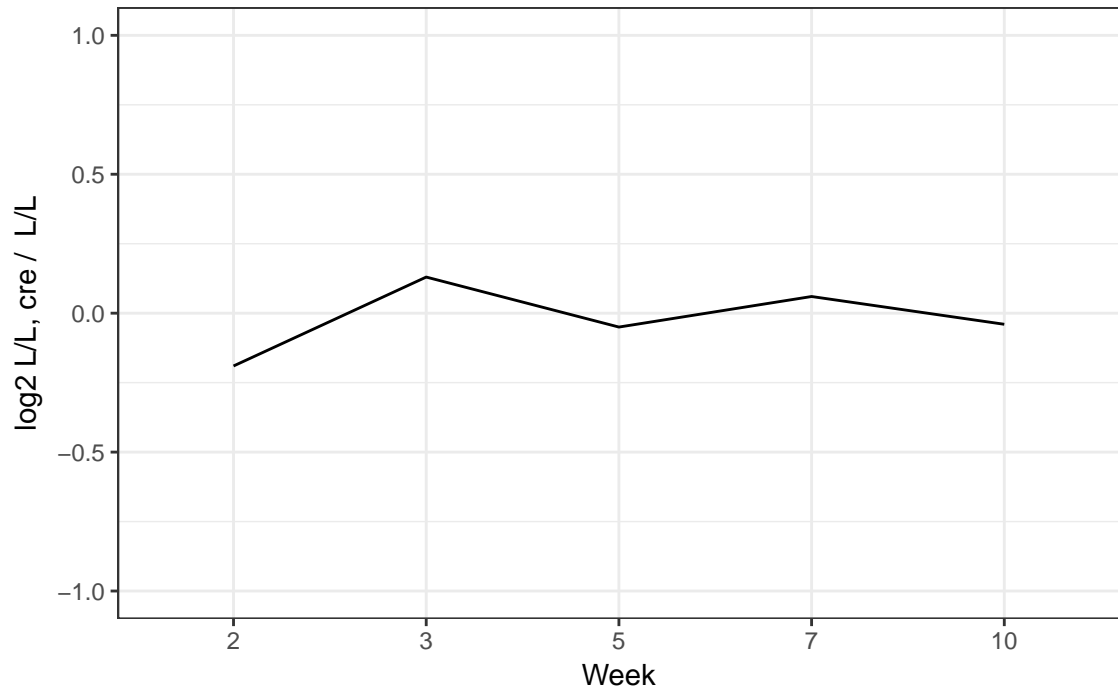

FAM185A / Q7TPD2; adj.p value: 0.08239

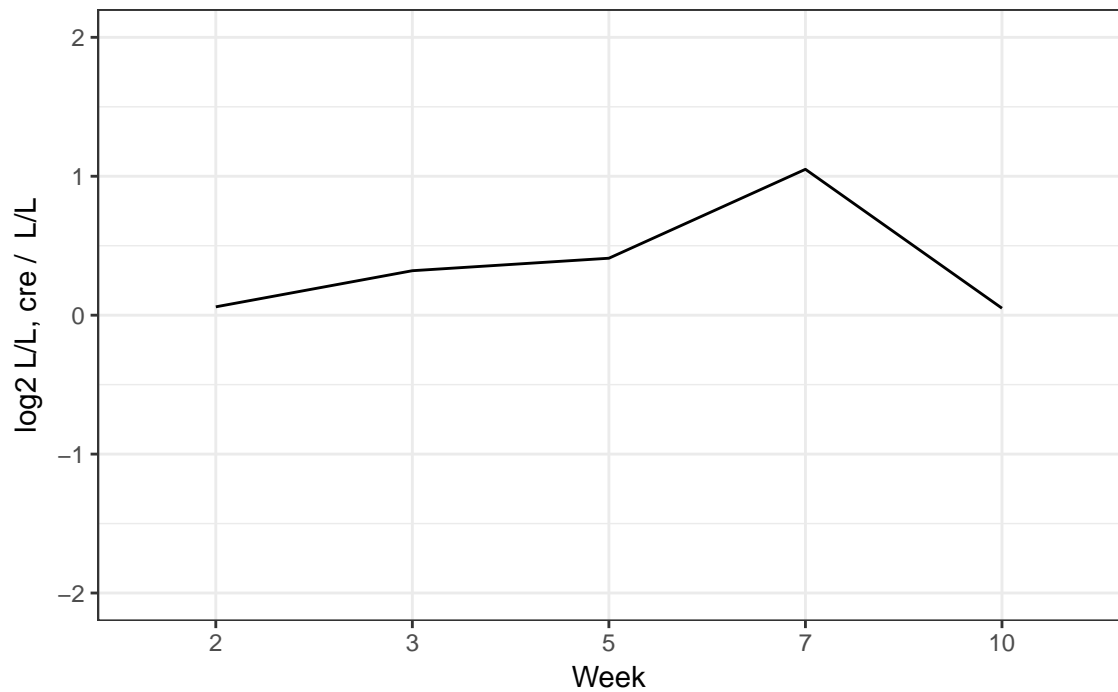

FAM210A / Q8BGY7; adj.p value: 0.04088

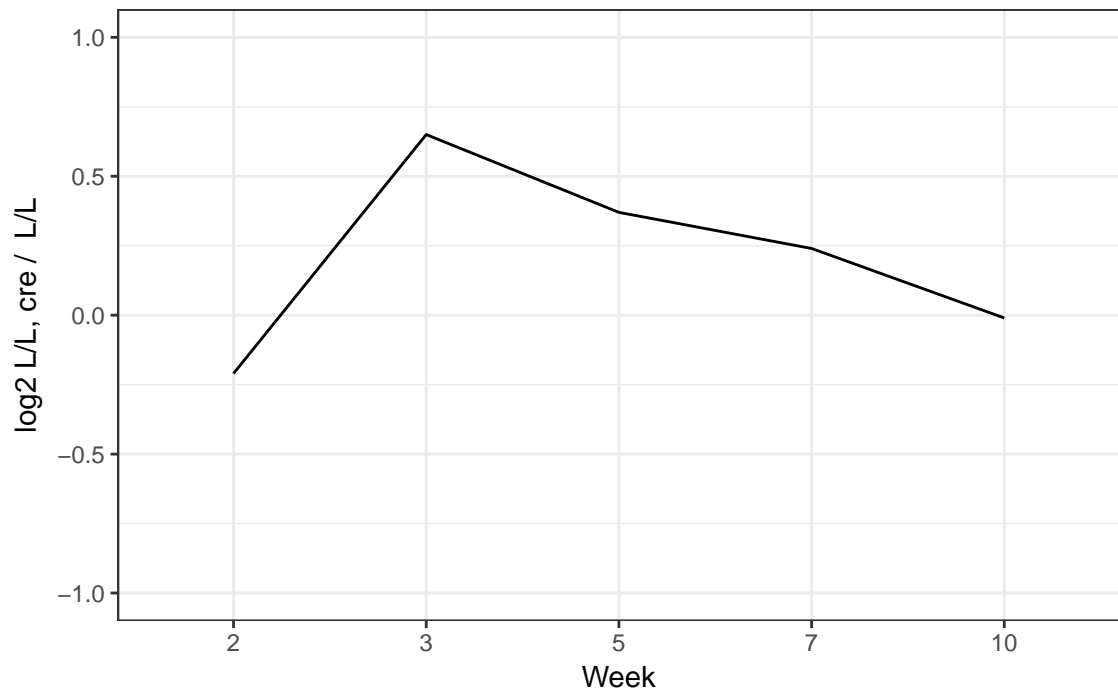

FARS2 / Q99M01; adj.p value: 0.42738

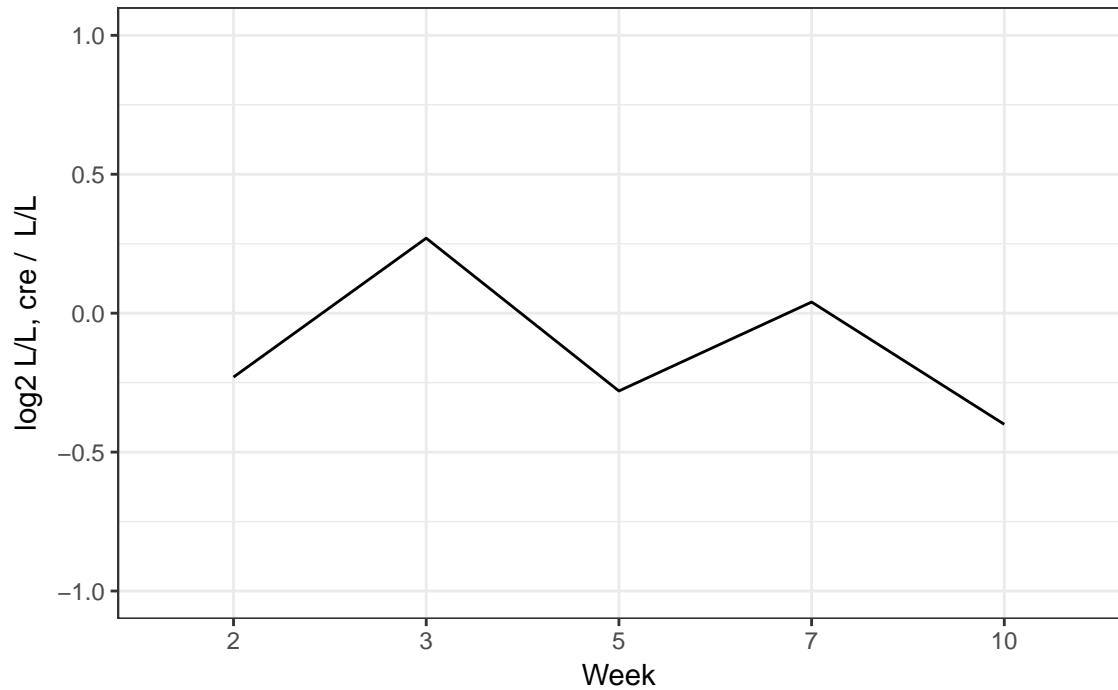

FASTKD2 / Q922E6; adj.p value: 0.11654

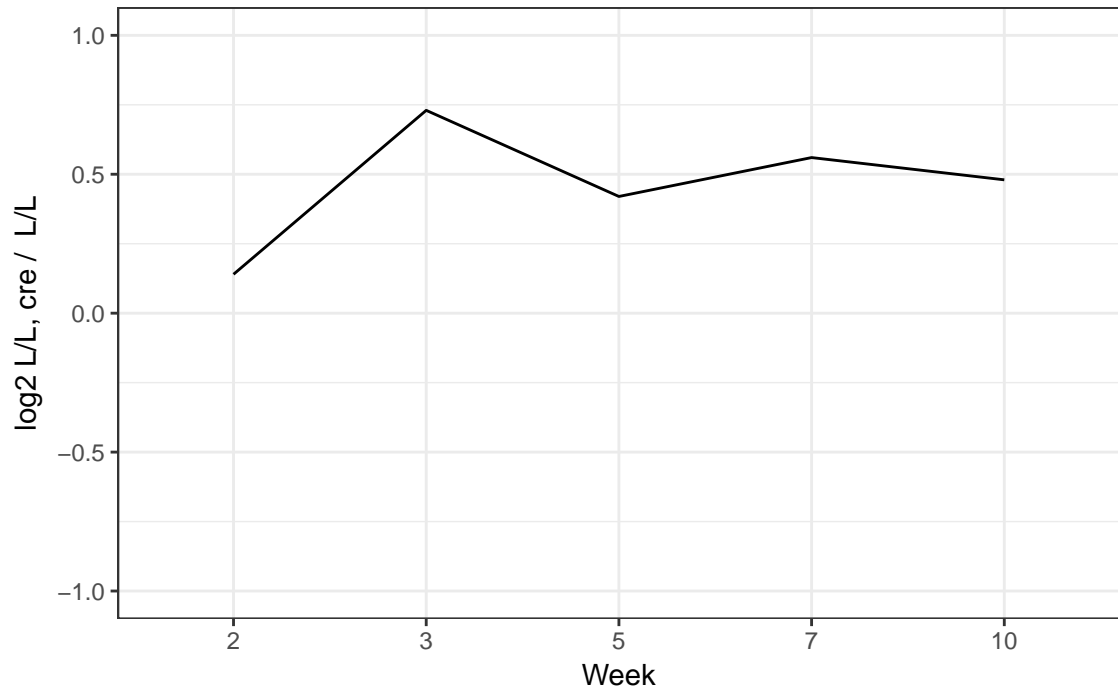

FDX1 / P46656; adj.p value: 0.72699

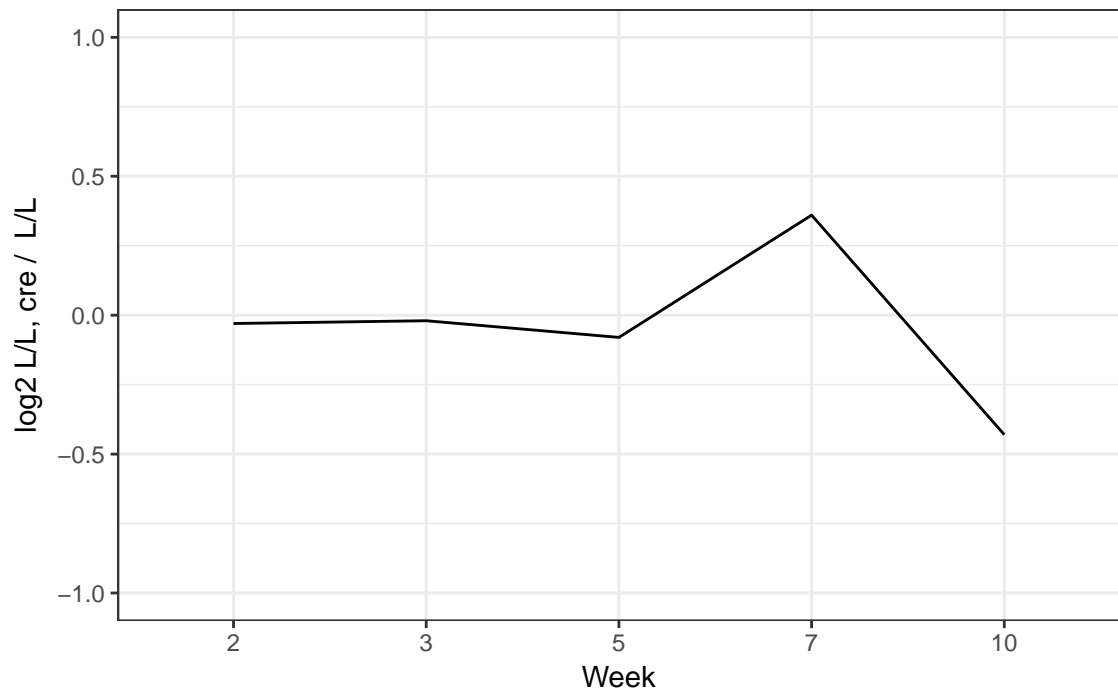

FDX1L / Q9CPW2; adj.p value: 0.06025

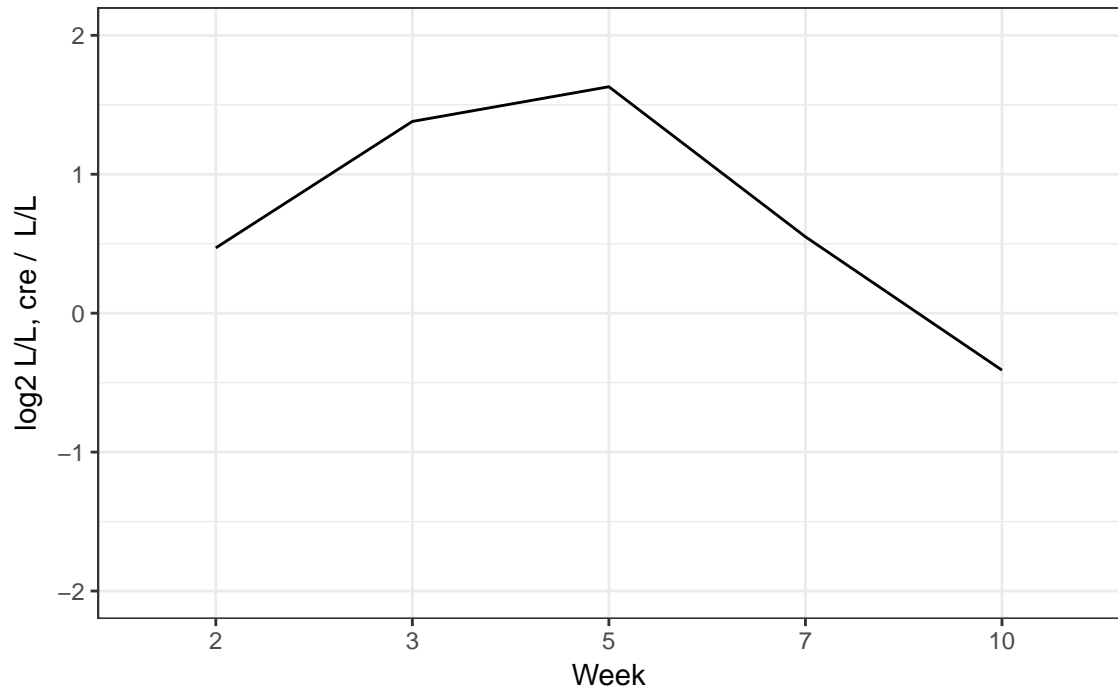

FDXR / Q61578; adj.p value: 0

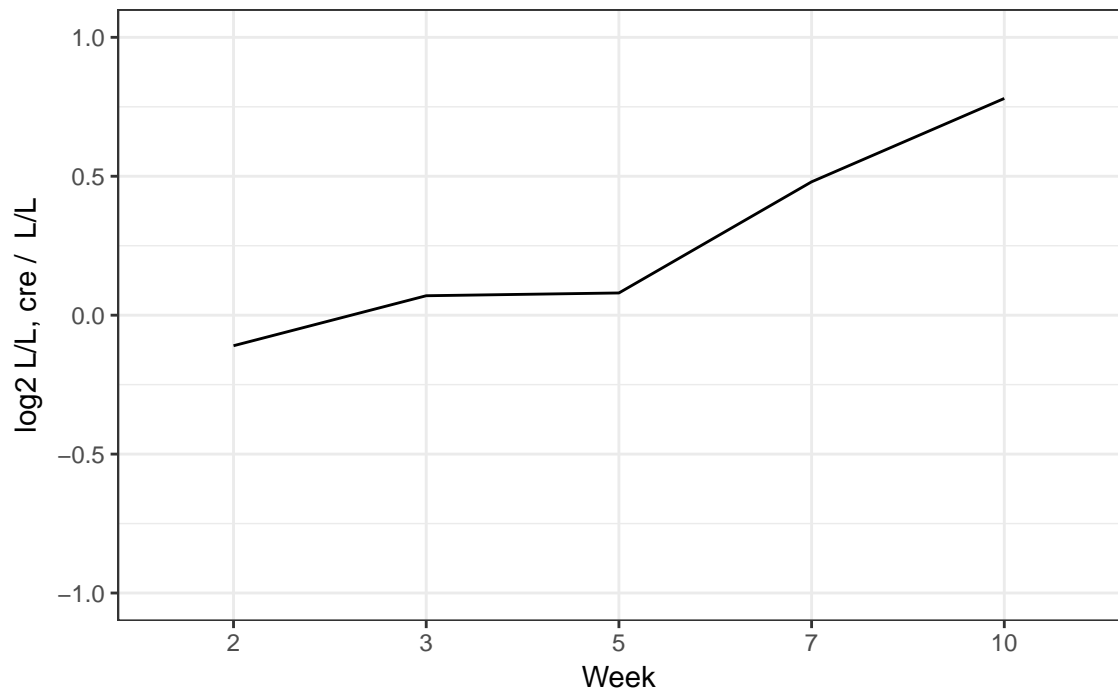

FECH / Q544X6; adj.p value: 0.00668

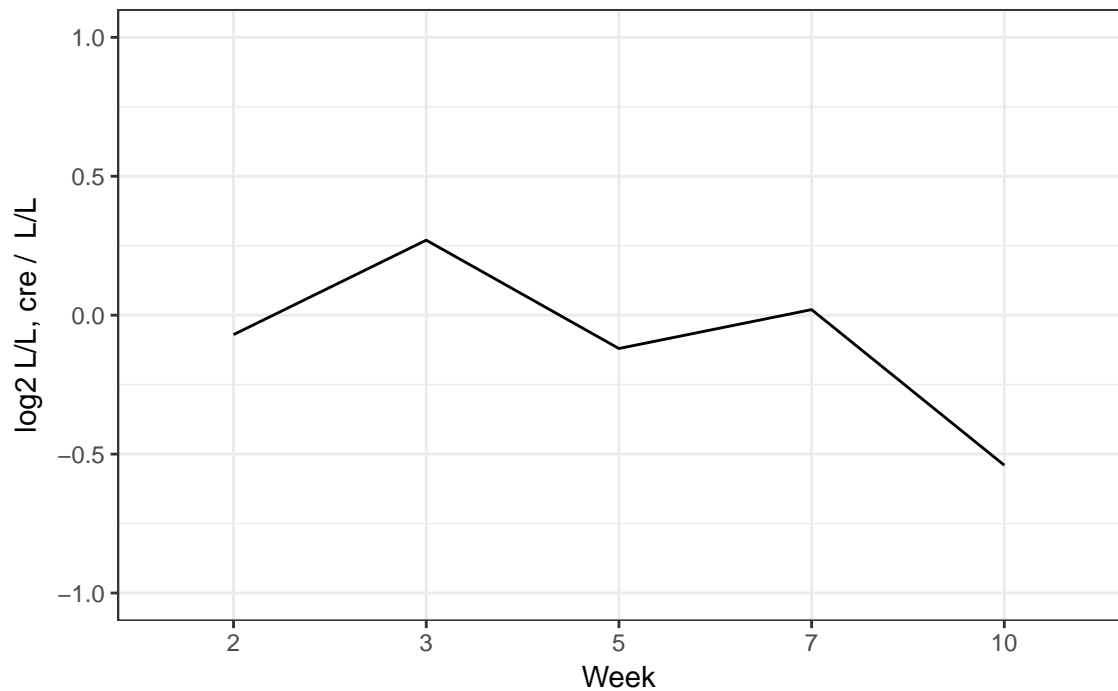

FH / P97807-2; adj.p value: 0.1742

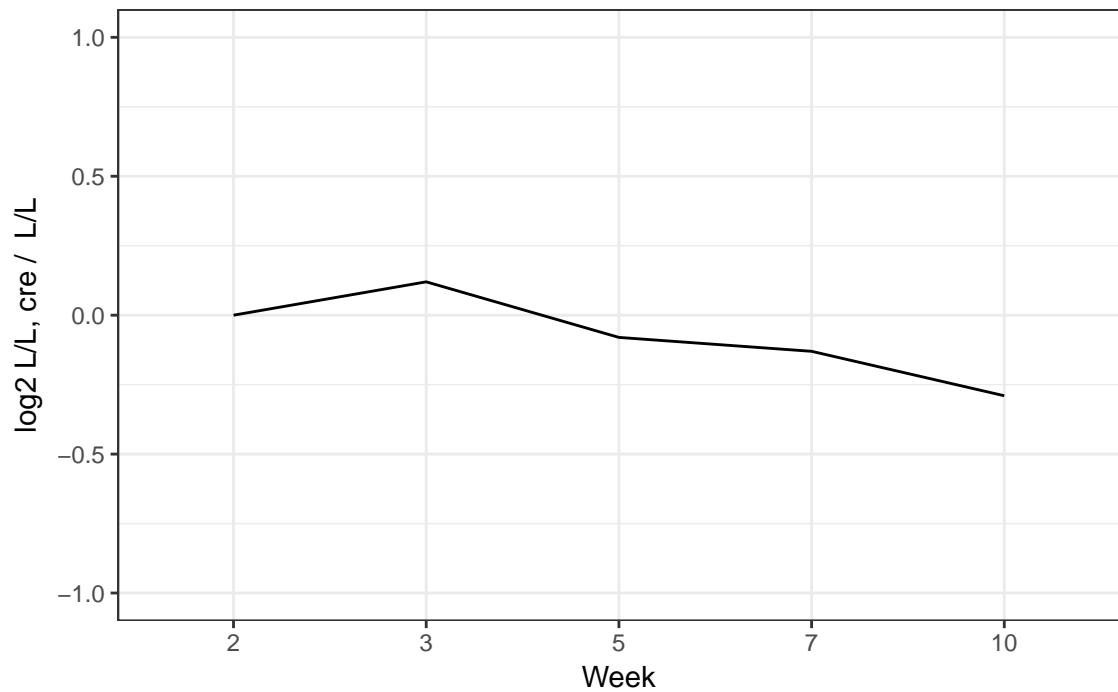

FHIT / E9PZ91; adj.p value: 0.07356

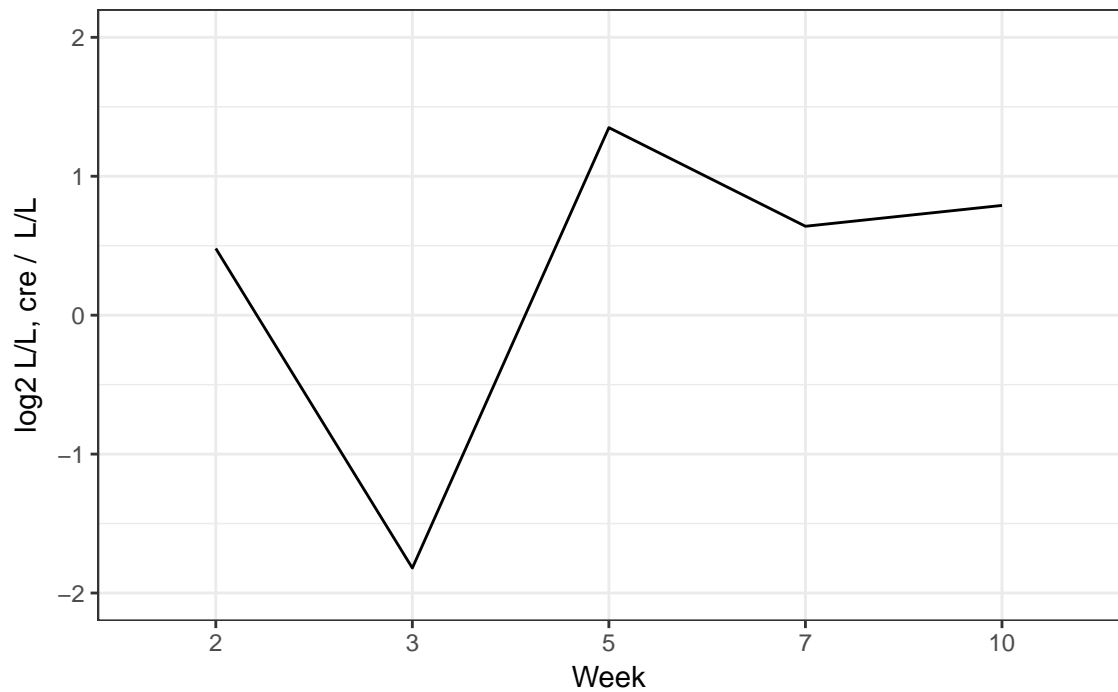

FIS1 / Q9CQ92; adj.p value: 0.51994

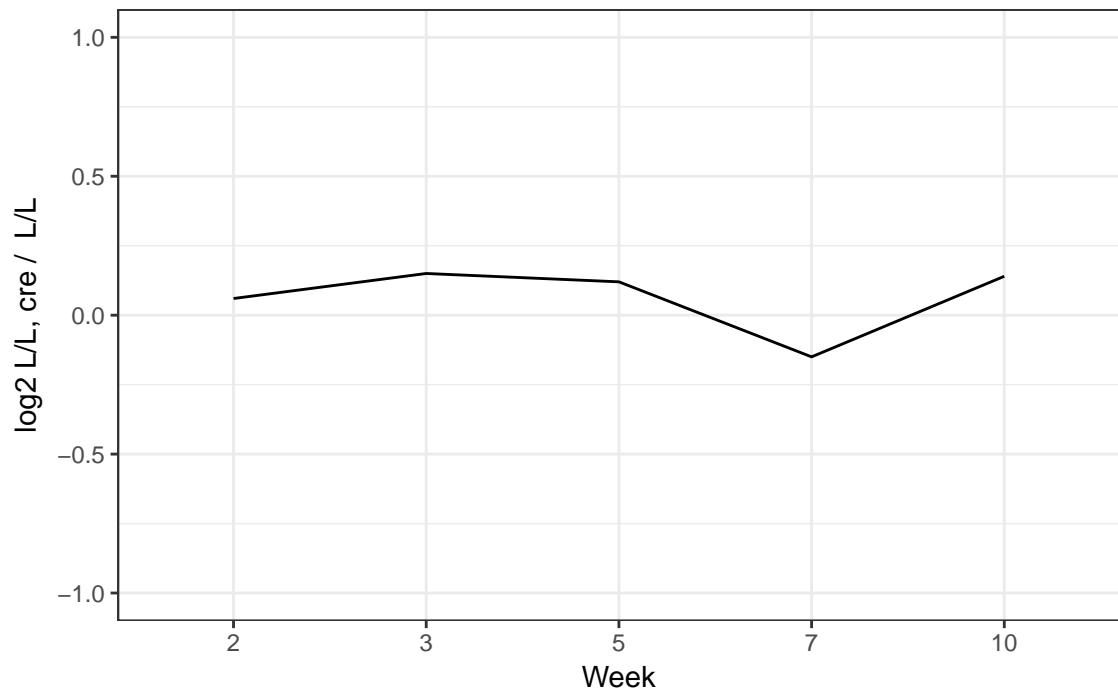

FKBP8 / O35465-2; adj.p value: 0.31356

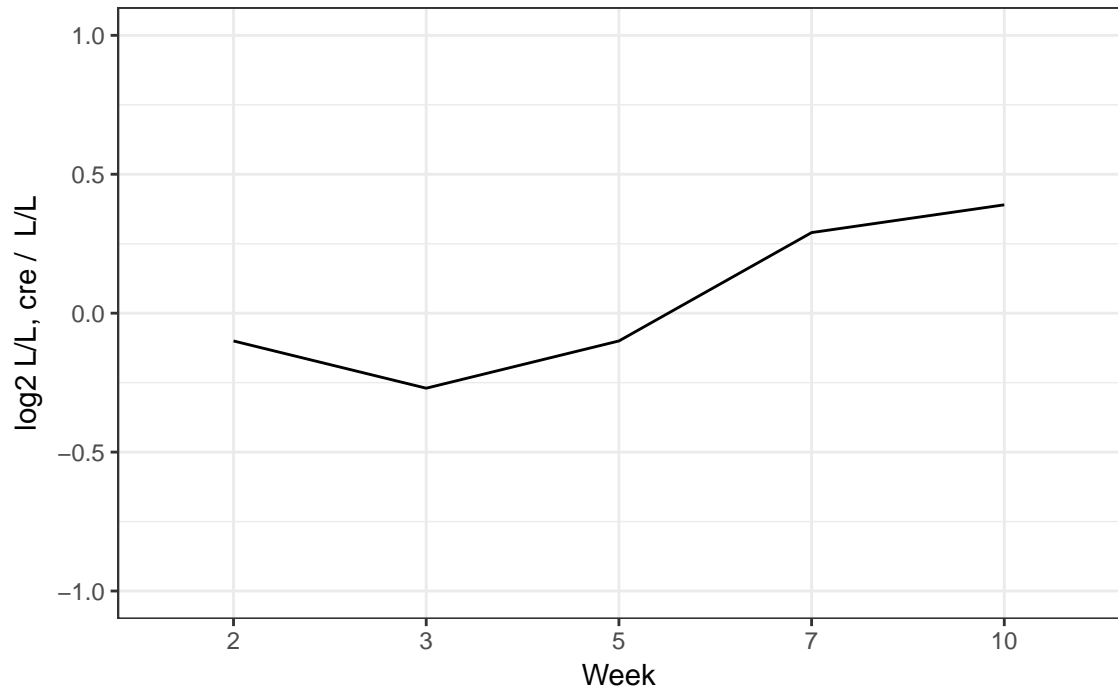

FLAD1 / Q8R123; adj.p value: 0.00197

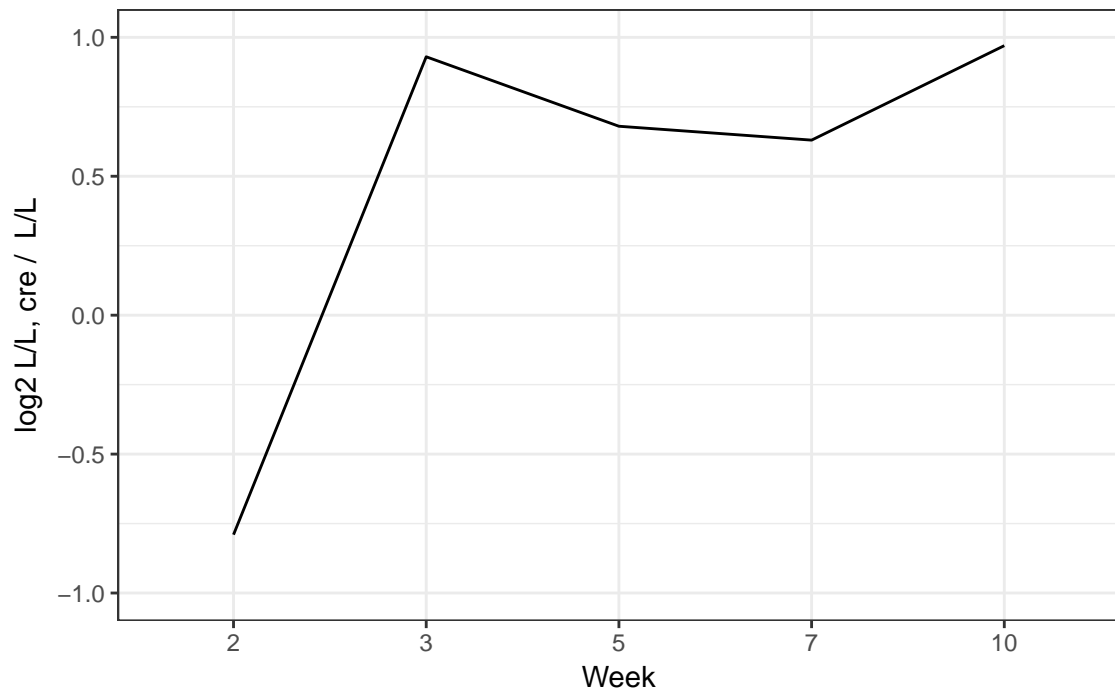

FOXRED1 / Q3TQB2; adj.p value: 0.27111

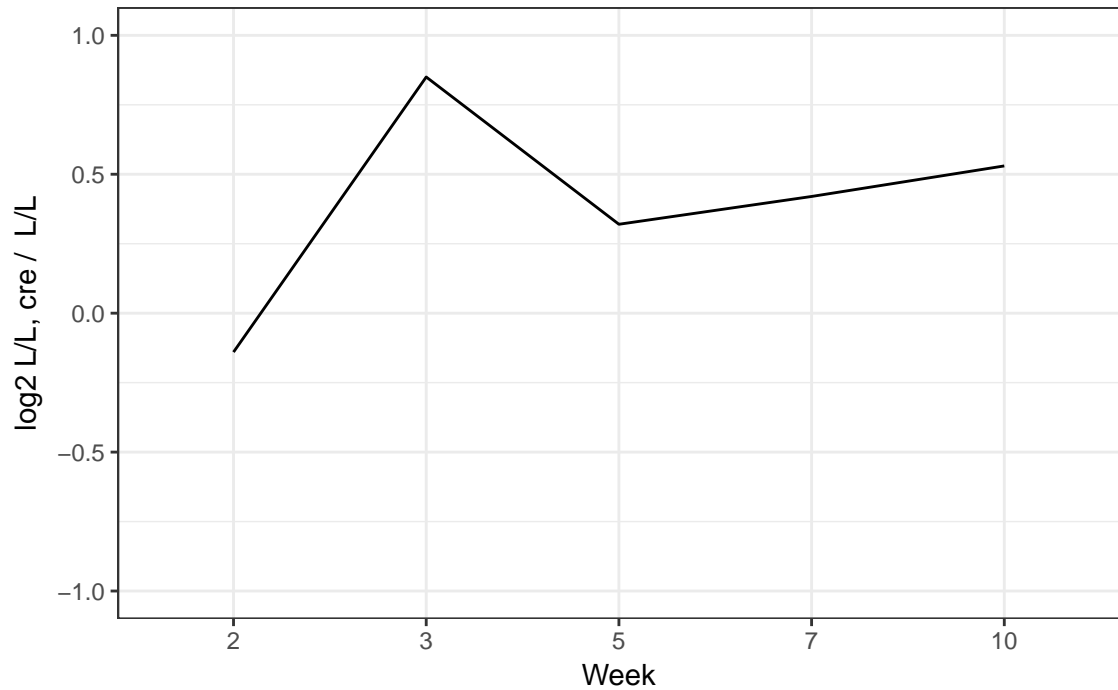

FTSJ2 / Q9CPY0; adj.p value: 0.38111

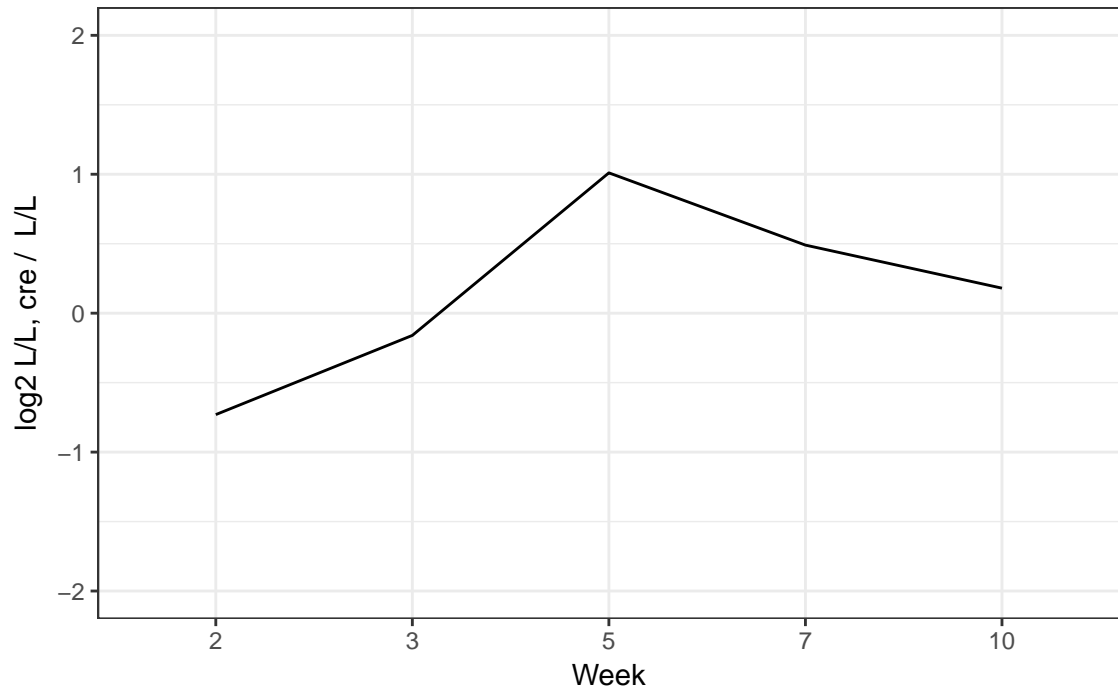

FUNDC1 / Q9DB70; adj.p value: 0.46231

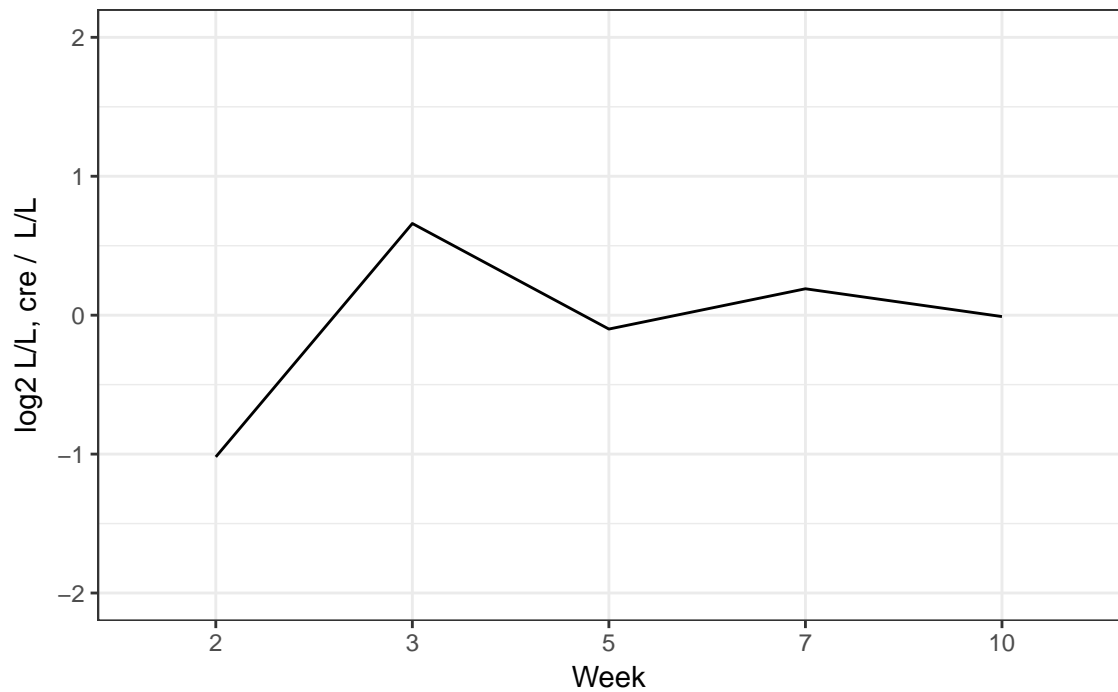

FUND C2 / Q9D6K8; adj.p value: 0.36678

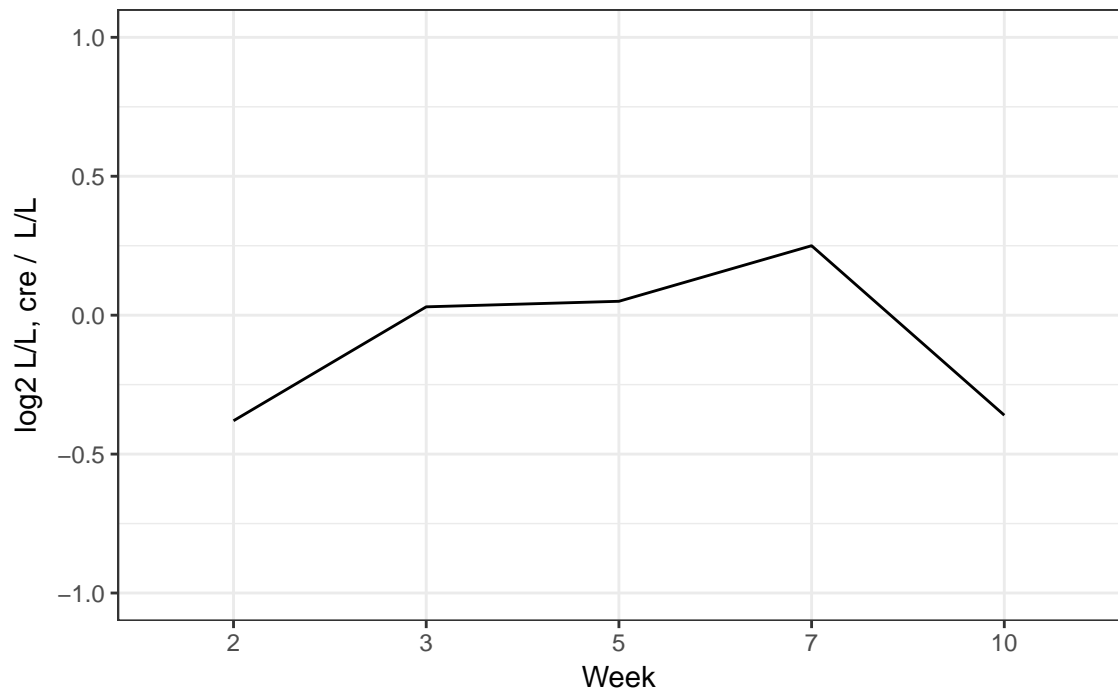

FXN / O35943; adj.p value: 0.2353

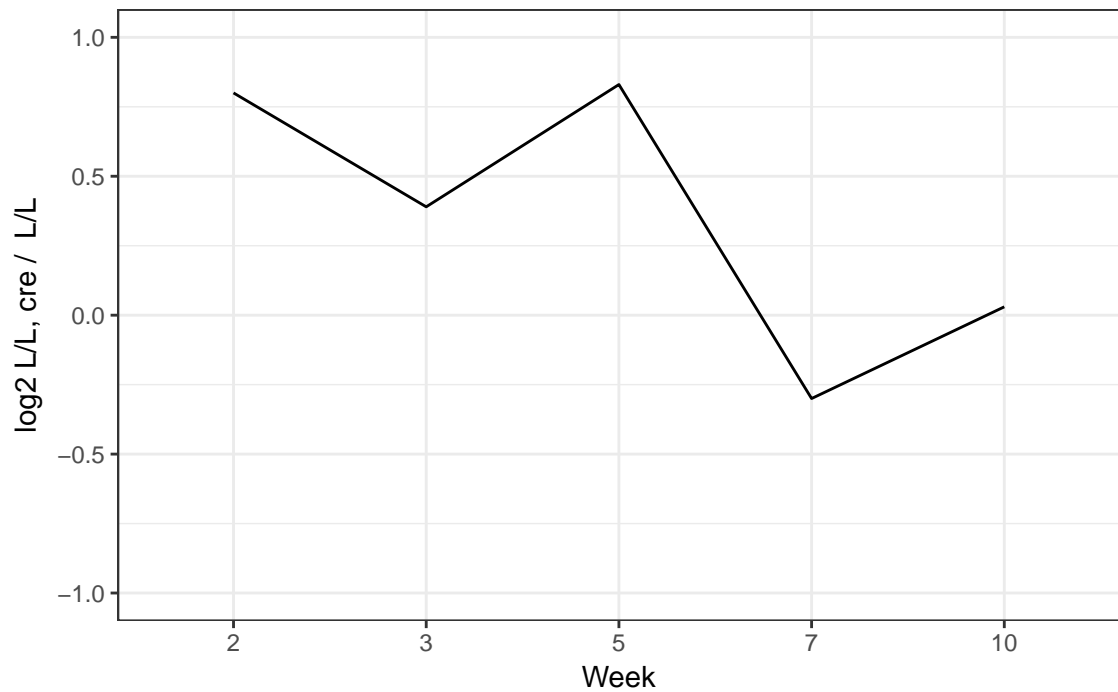

GAPDH / P16858; adj.p value: 0.03333

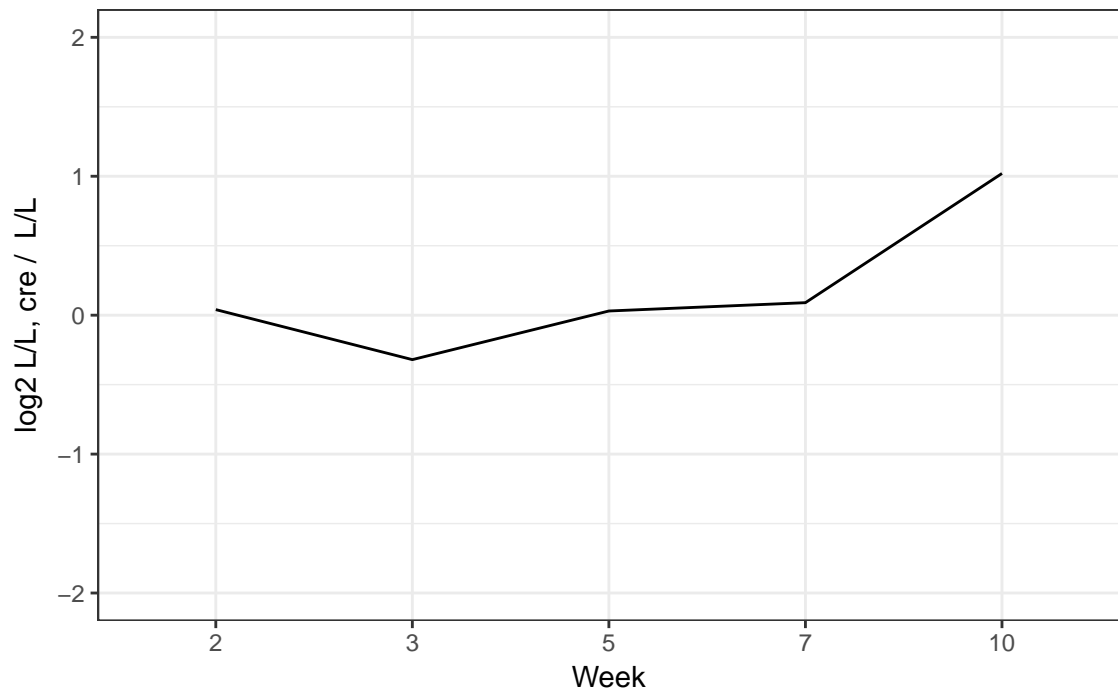

GARS / Q9CZD3; adj.p value: 0

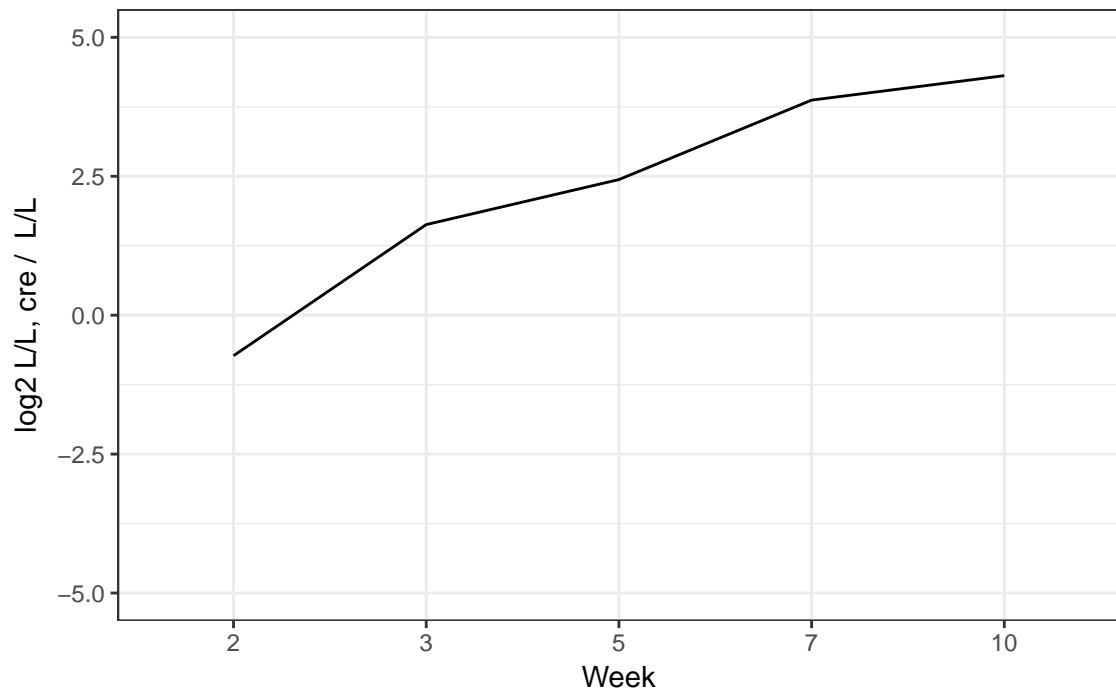

GATC / Q8CBY0; adj.p value: 0.8237

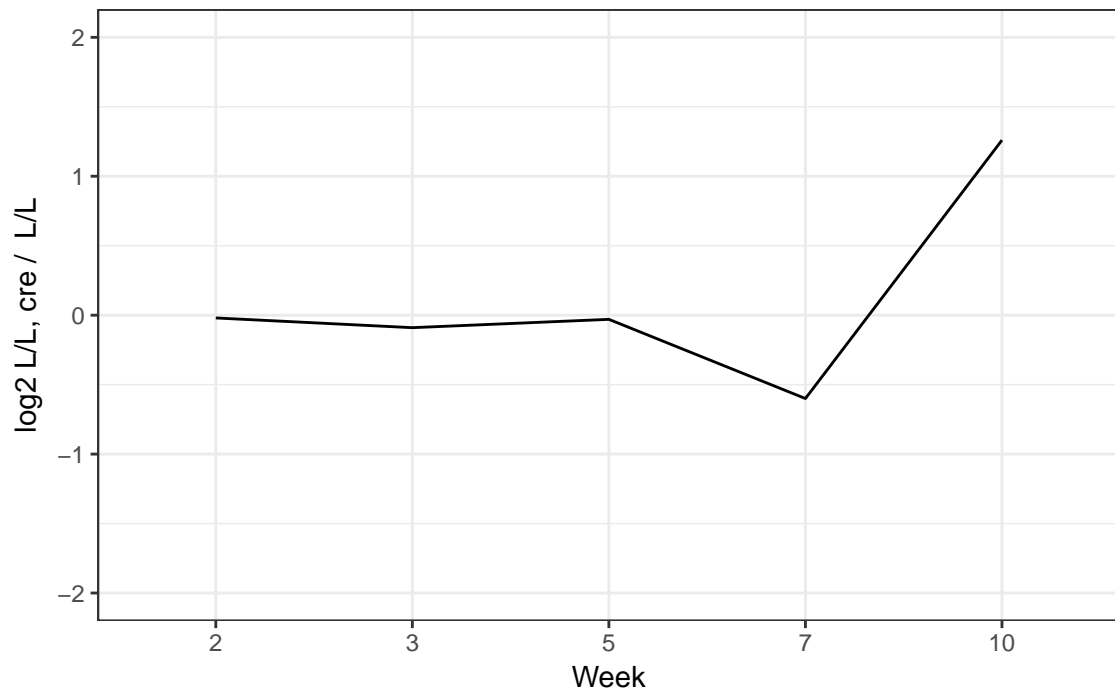

GBAS / Q7TMG8; adj.p value: 0.1742

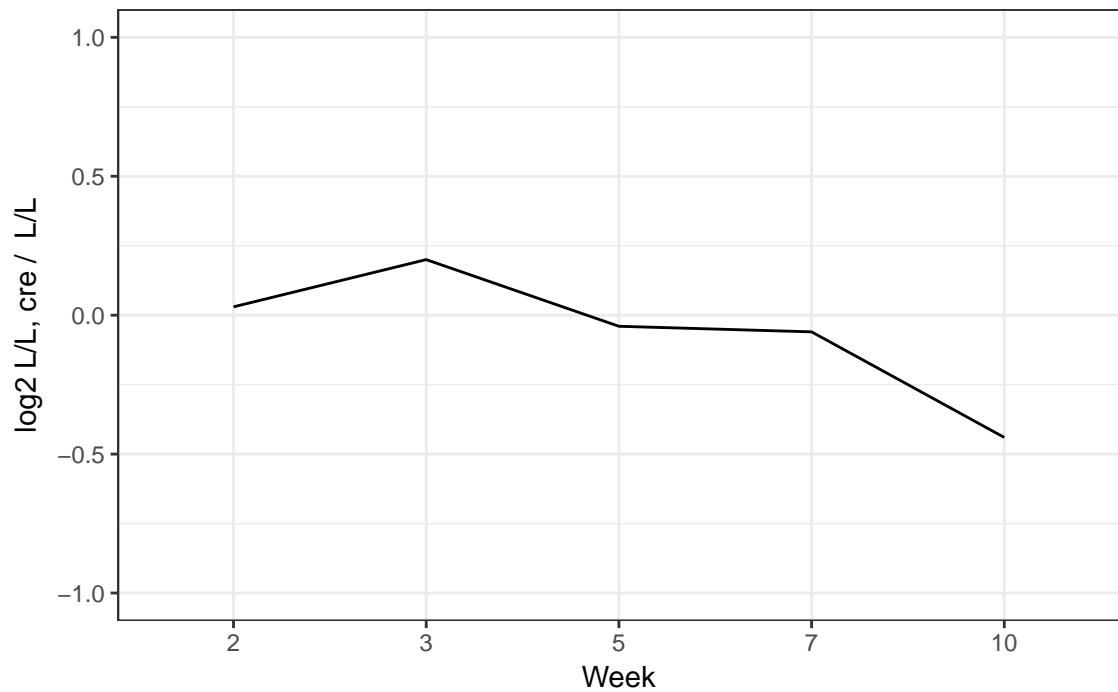

GCAT / O88986; adj.p value: 0.07308

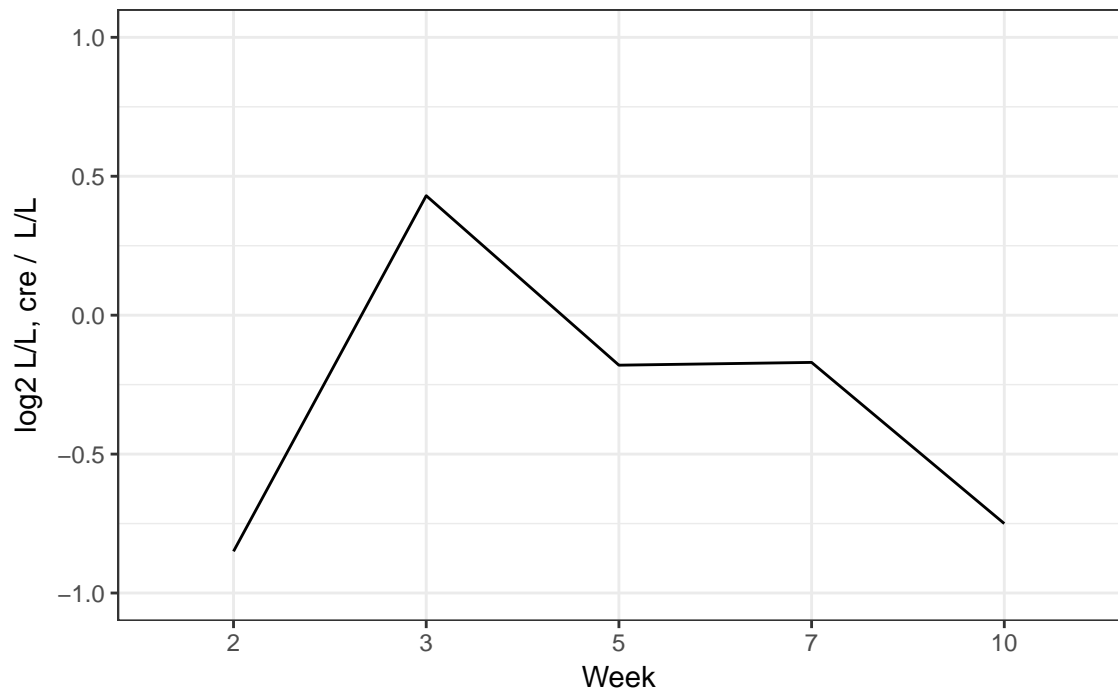

GCDH / A0A0A0MQ68; adj.p value: 3e-05

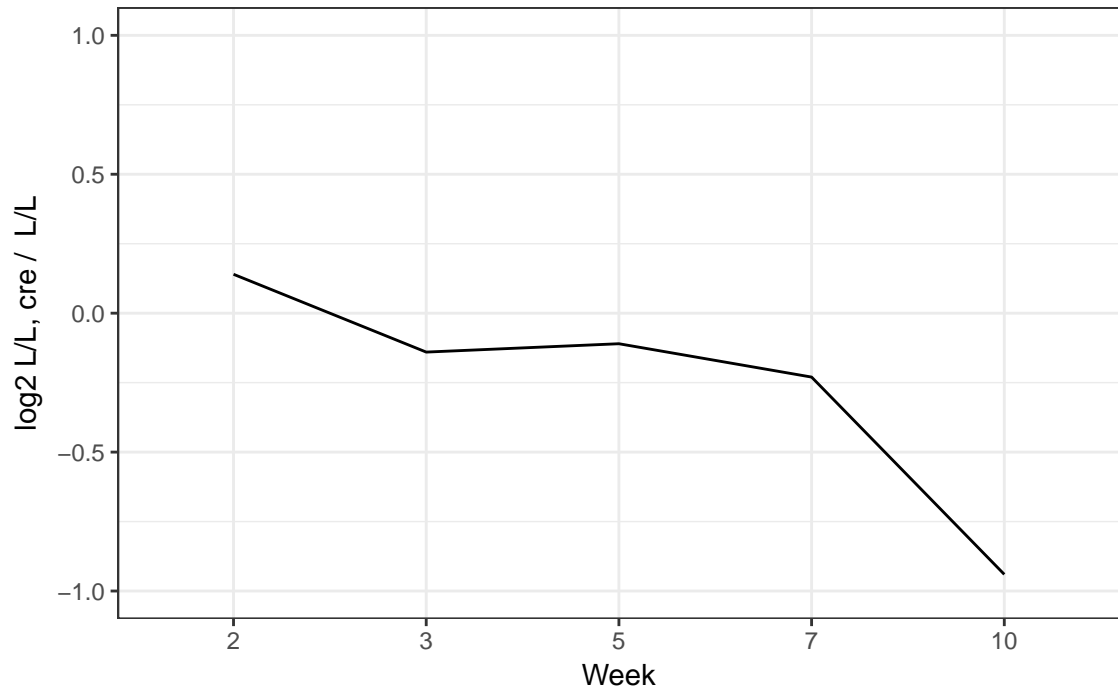

GCSH / Q91WK5; adj.p value: 0.62208

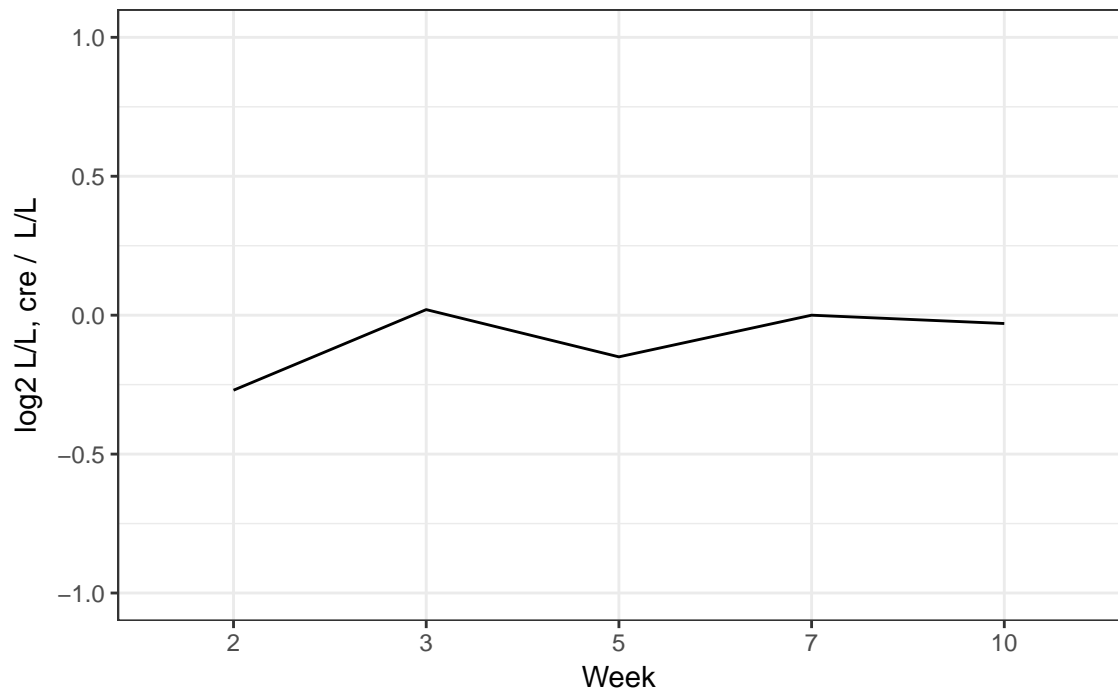

GFER / P56213; adj.p value: 0.20278

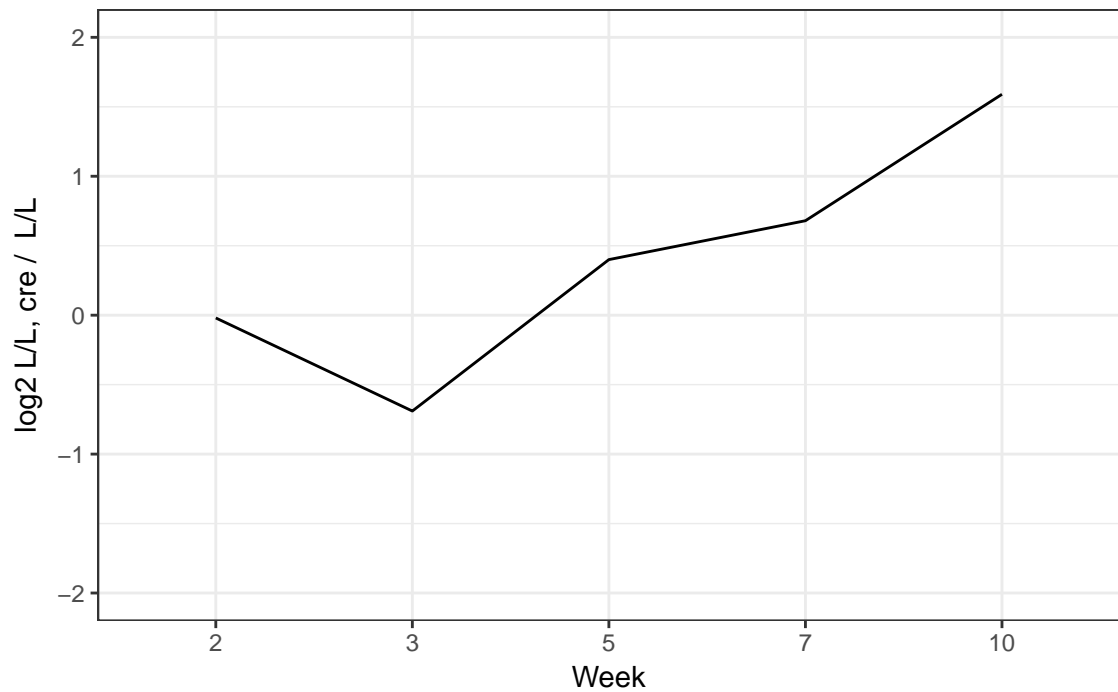

GFM1 / Q8K0D5; adj.p value: 0.18973

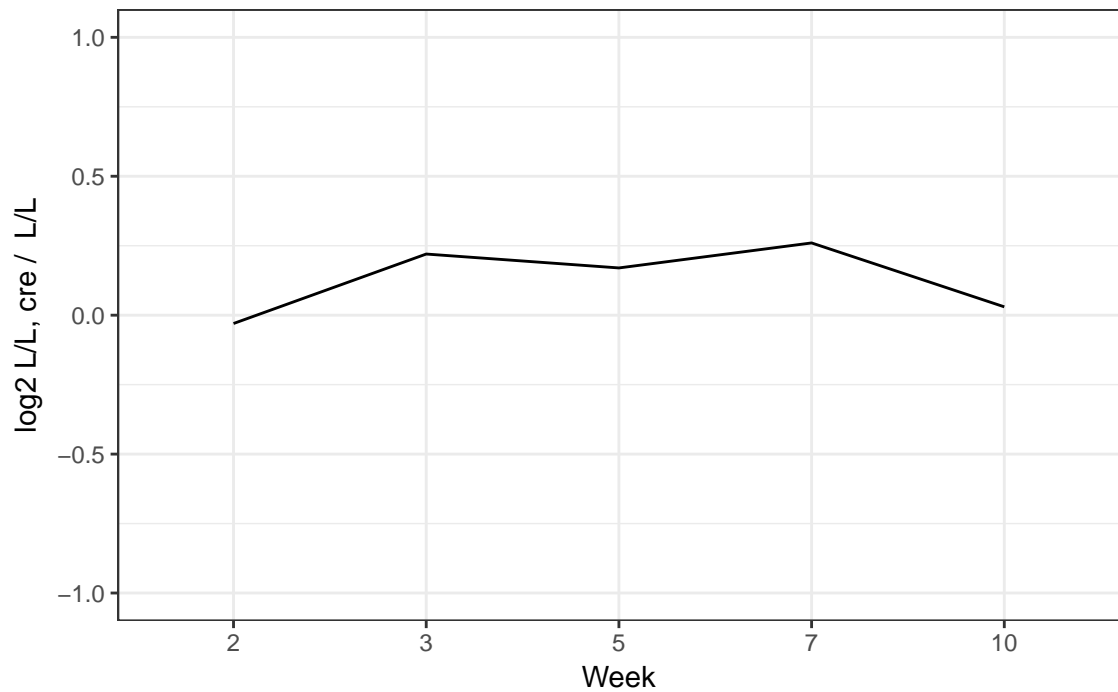

GFM2 / Q8R2Q4-2; adj.p value: 1e-05

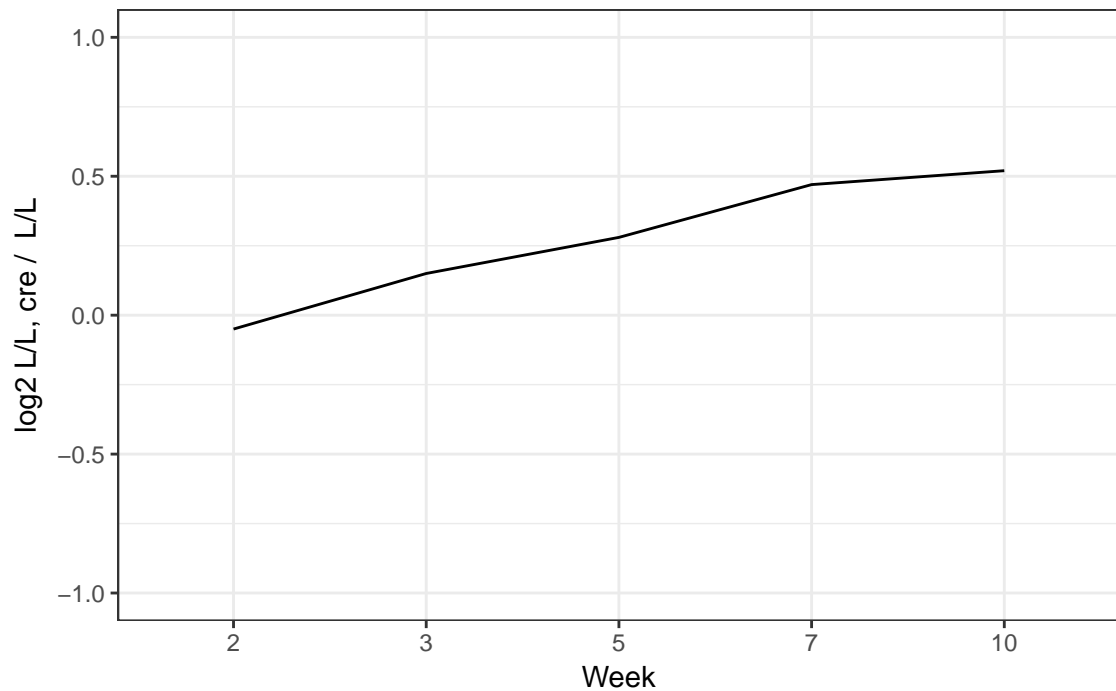

GHITM / Q91VC9; adj.p value: 0.09346

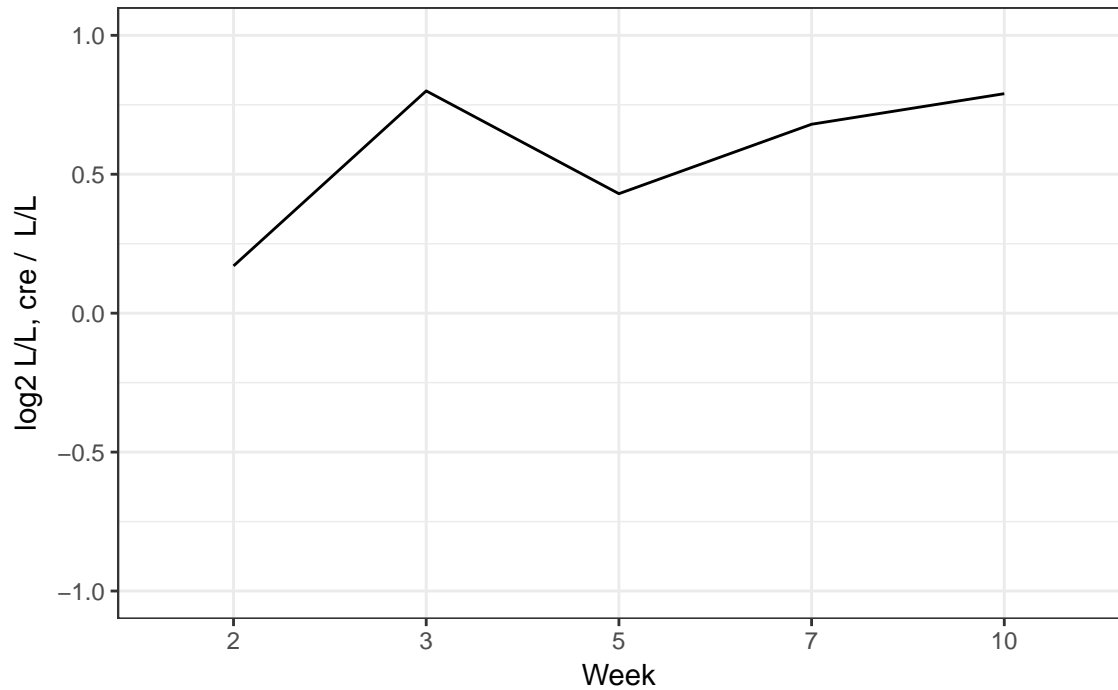

GK / Q64516-1; adj.p value: 0.00089

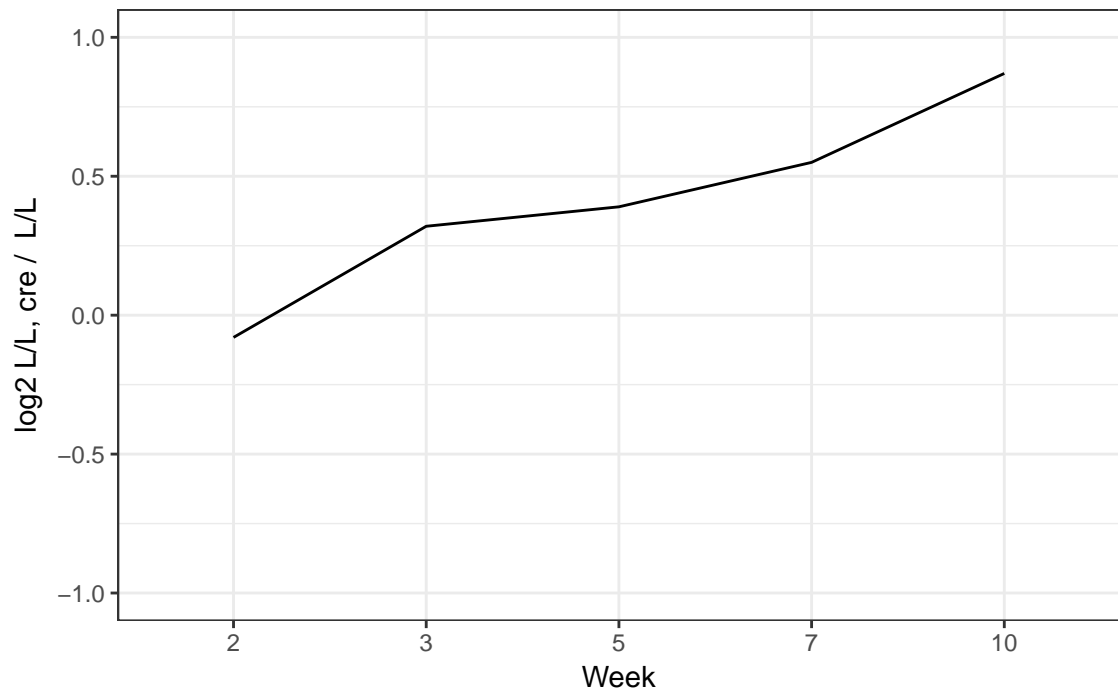

GLOD4 / Q9CPV4; adj.p value: 0.6482

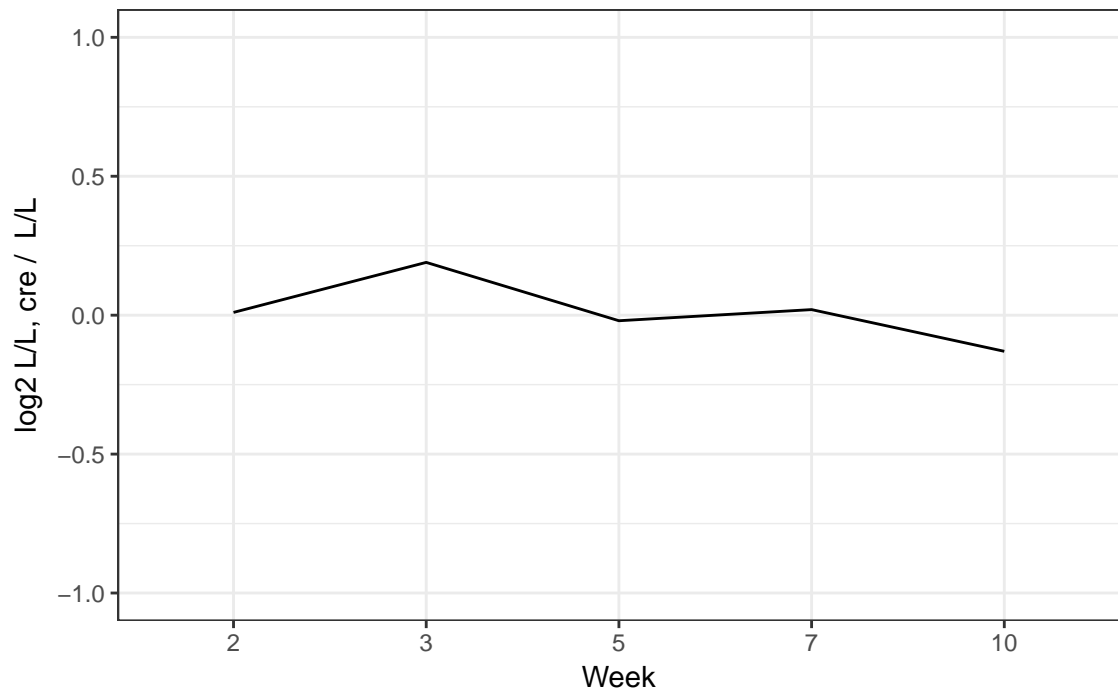

GLRX2 / Q923X4-2; adj.p value: 0.03108

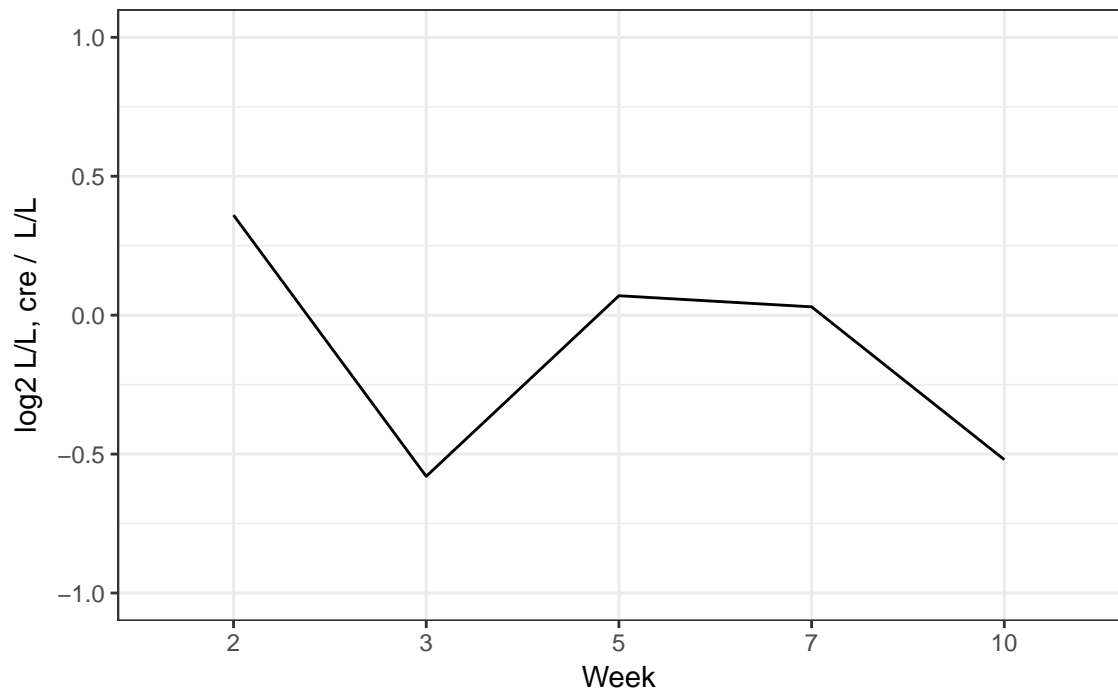

GLRX5 / Q80Y14; adj.p value: 0.96242

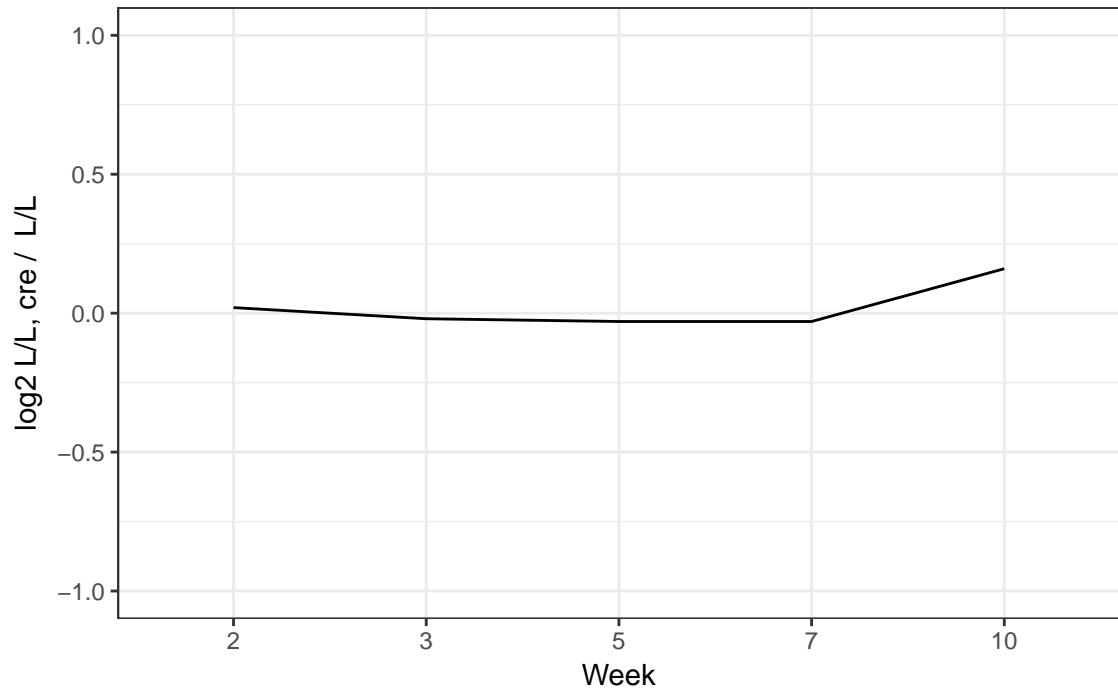

GLS / D3Z7P3-2; adj.p value: 0.00071

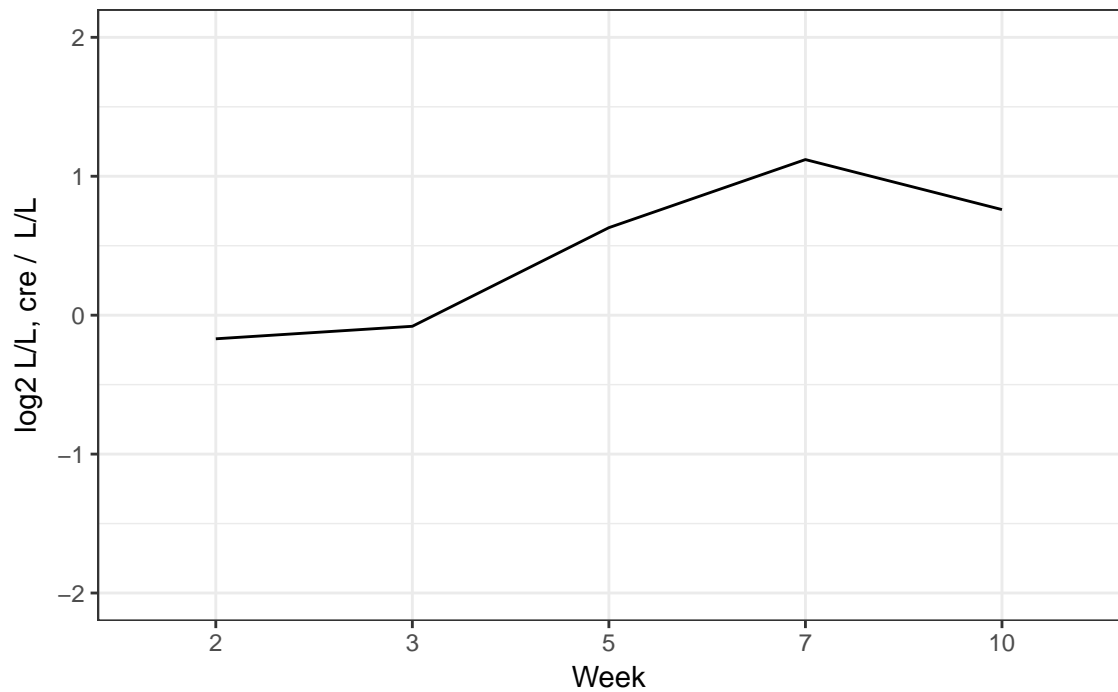

GLS / D3Z7P3; adj.p value: 0

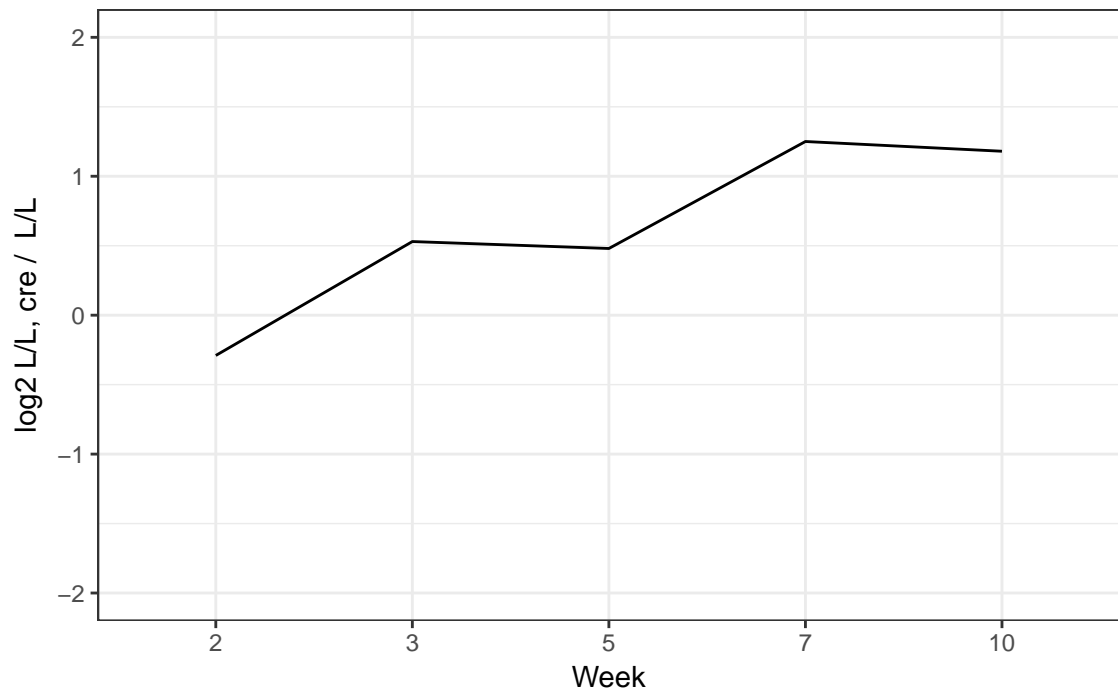

GLUD1 / P26443; adj.p value: 0.00098

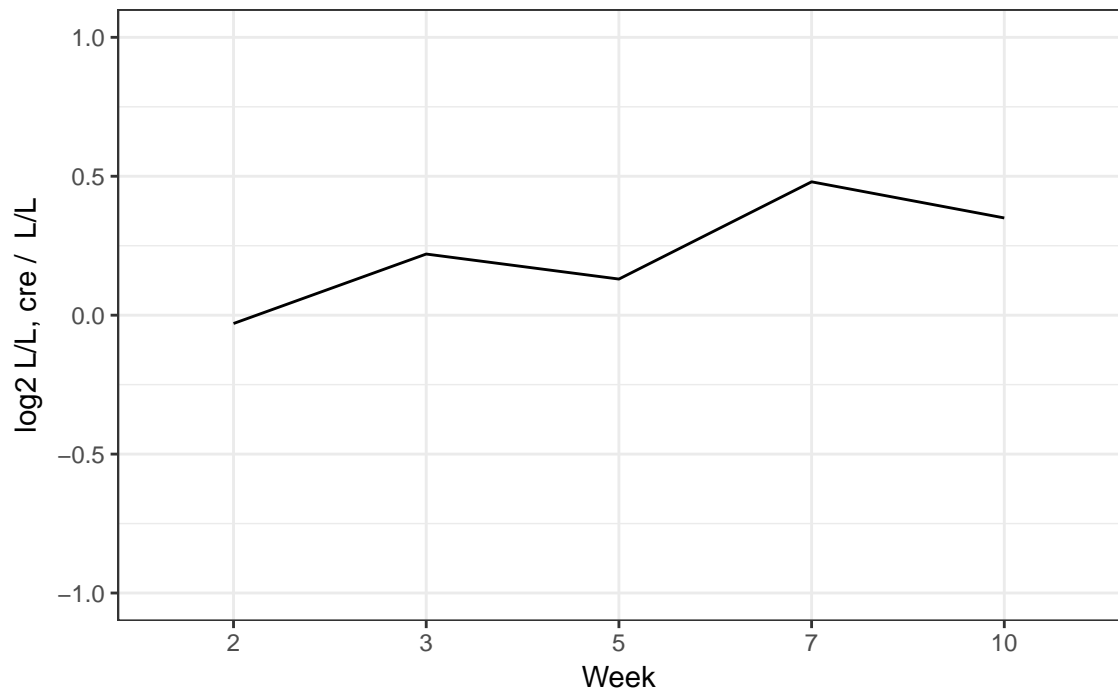

GM10260 / F6YVP7; adj.p value: 0.33365

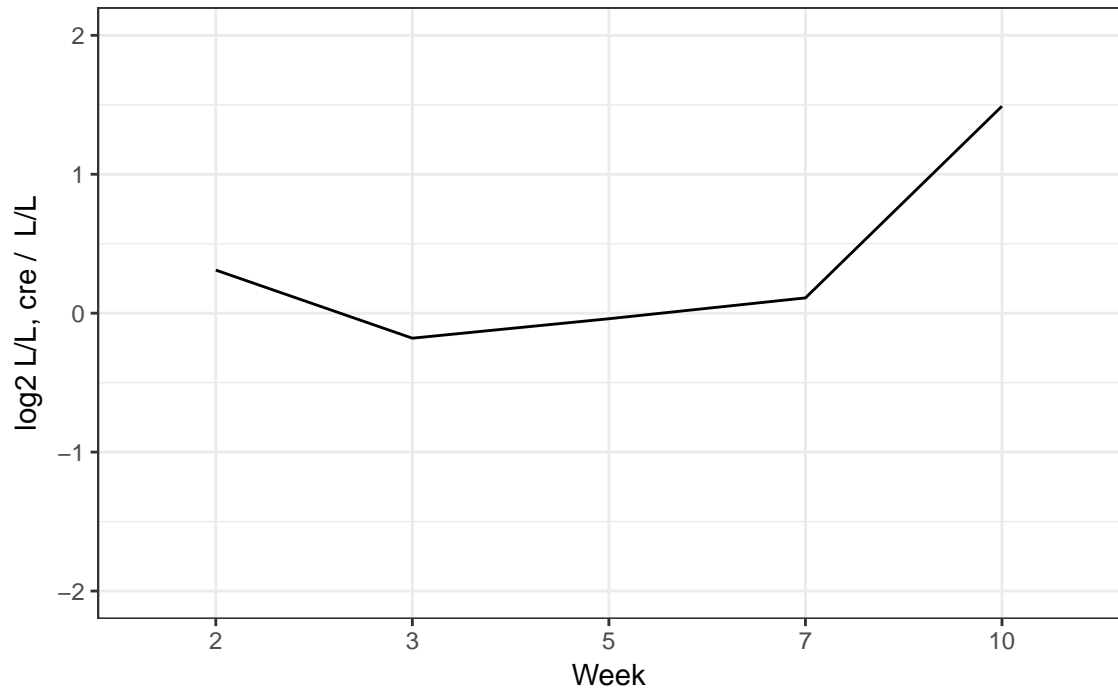

GM1818 / E9Q4A5; adj.p value: 0.03083

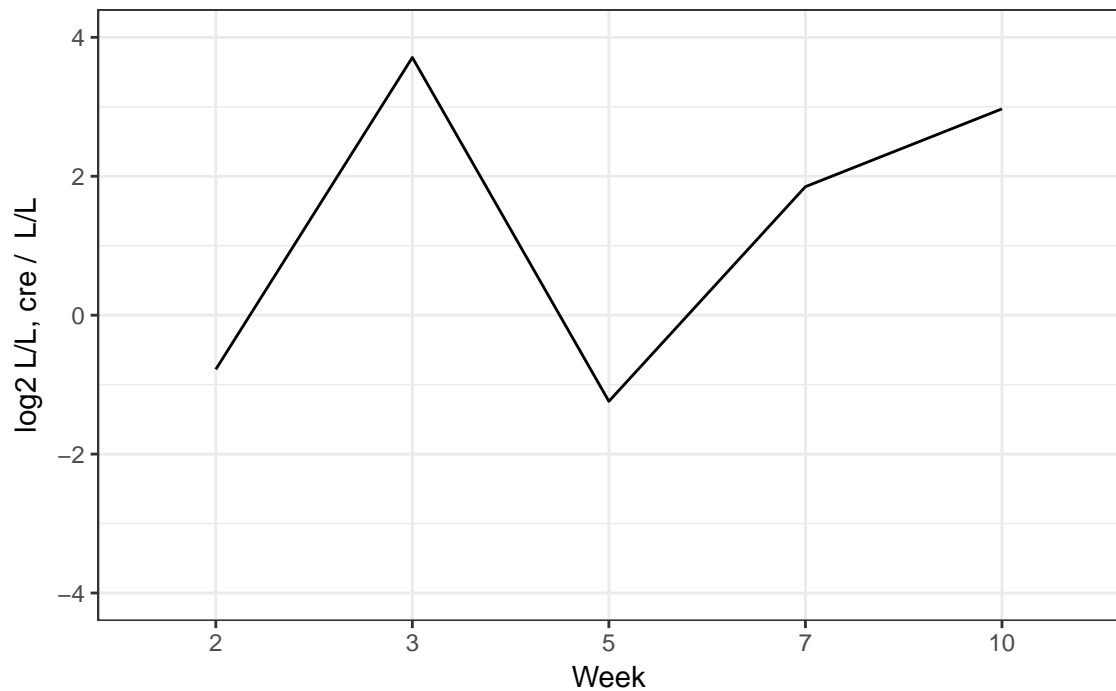

GM20498 / E9PVN6; adj.p value: 0.0284

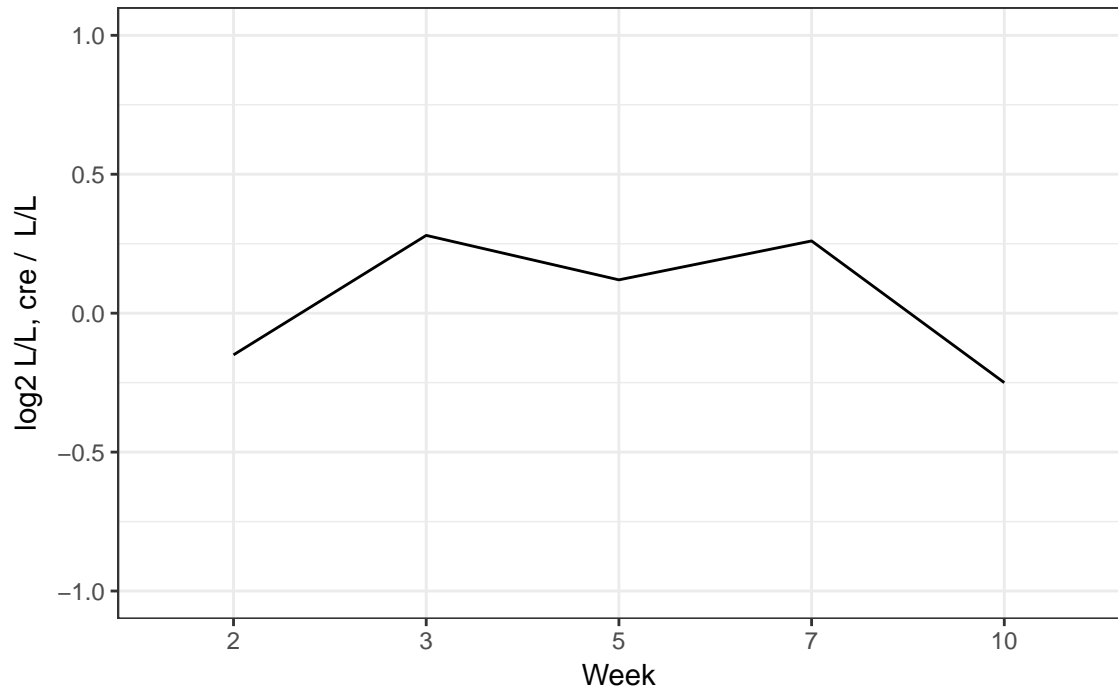

GM20671 / F6TVX7; adj.p value: 0

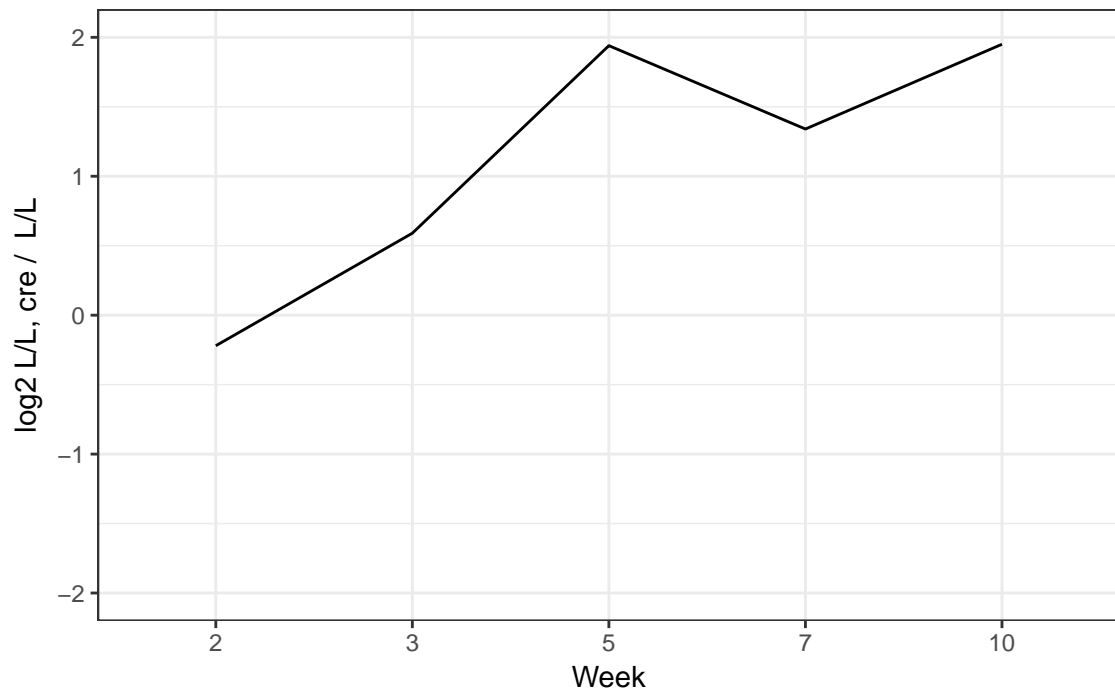

GM561 / Q3V460; adj.p value: 0.01747

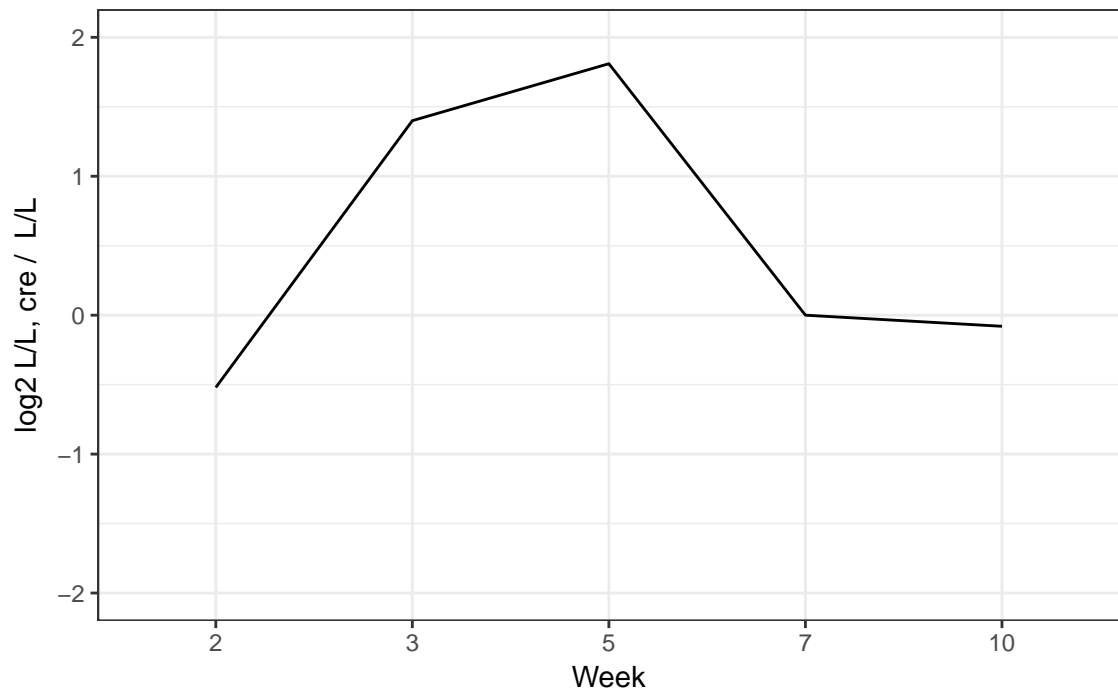

GOT2 / P05202; adj.p value: 0.56364

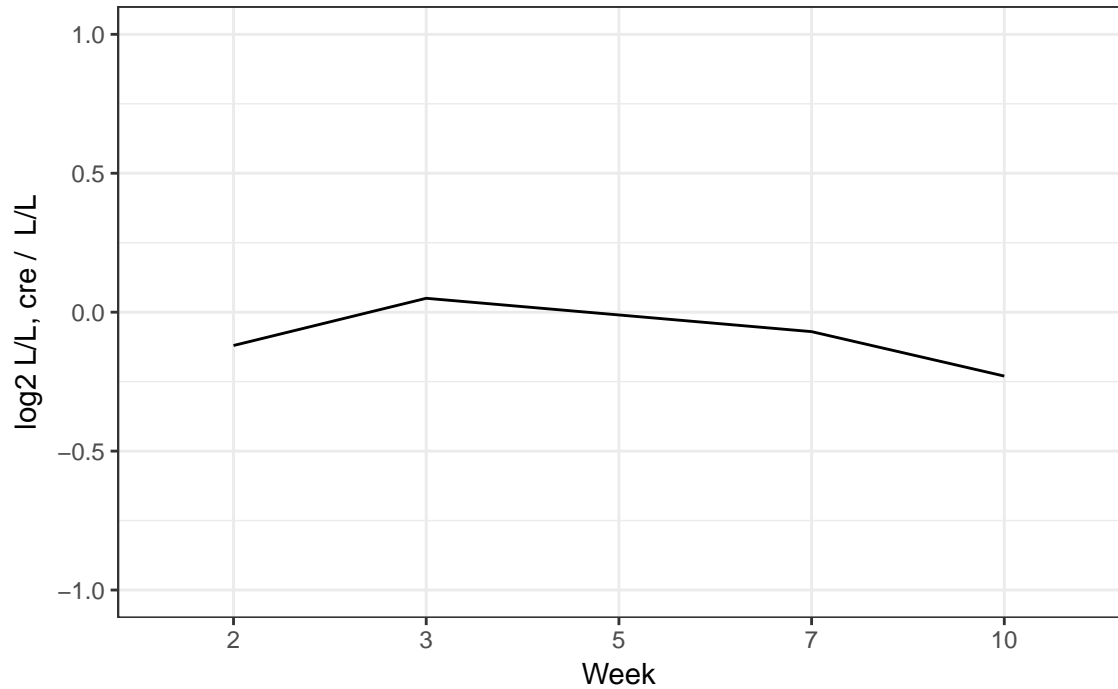

GPAM / Q61586; adj.p value: 0.61233

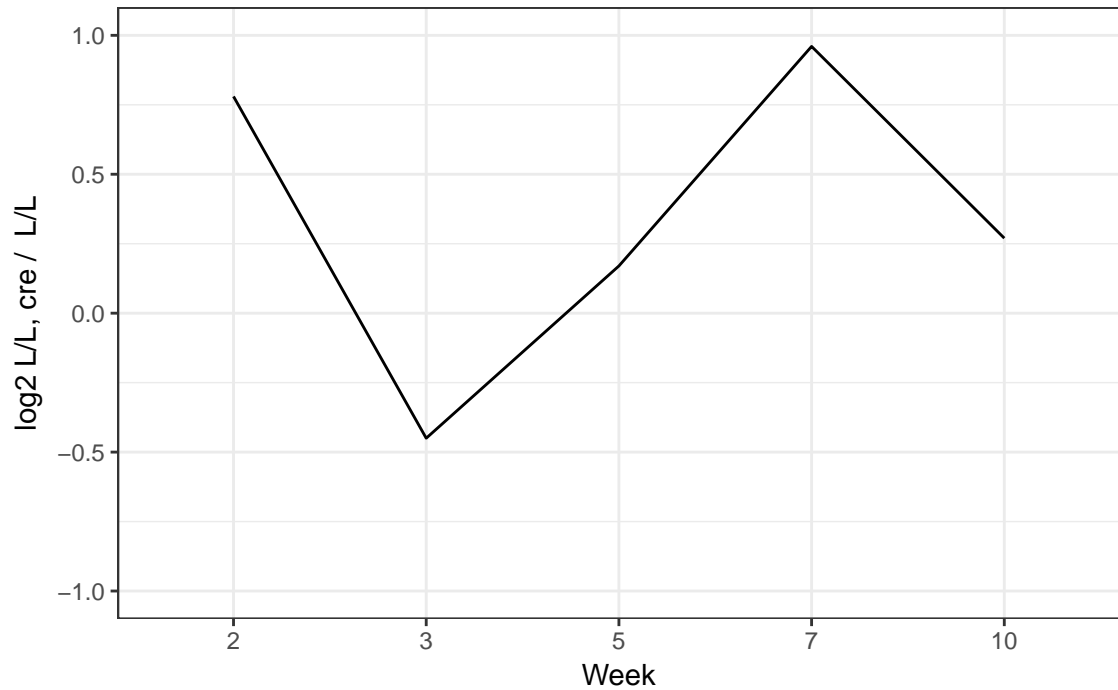

GPD2 / Q64521; adj.p value: 0.35309

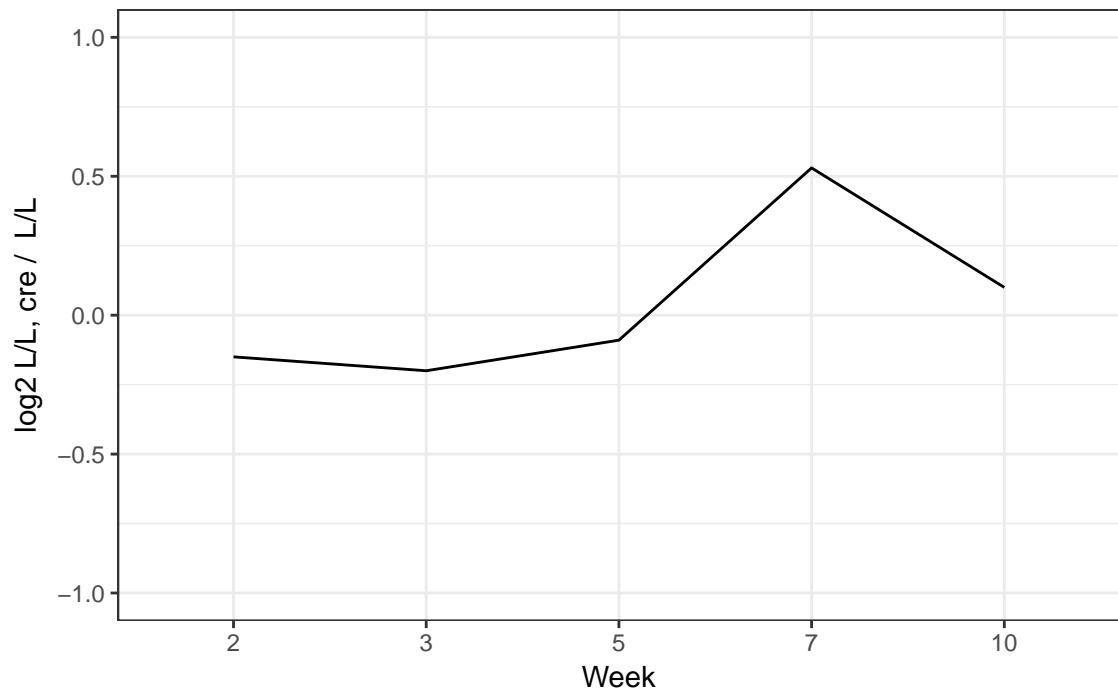

GPI / P06745; adj.p value: 0.0249

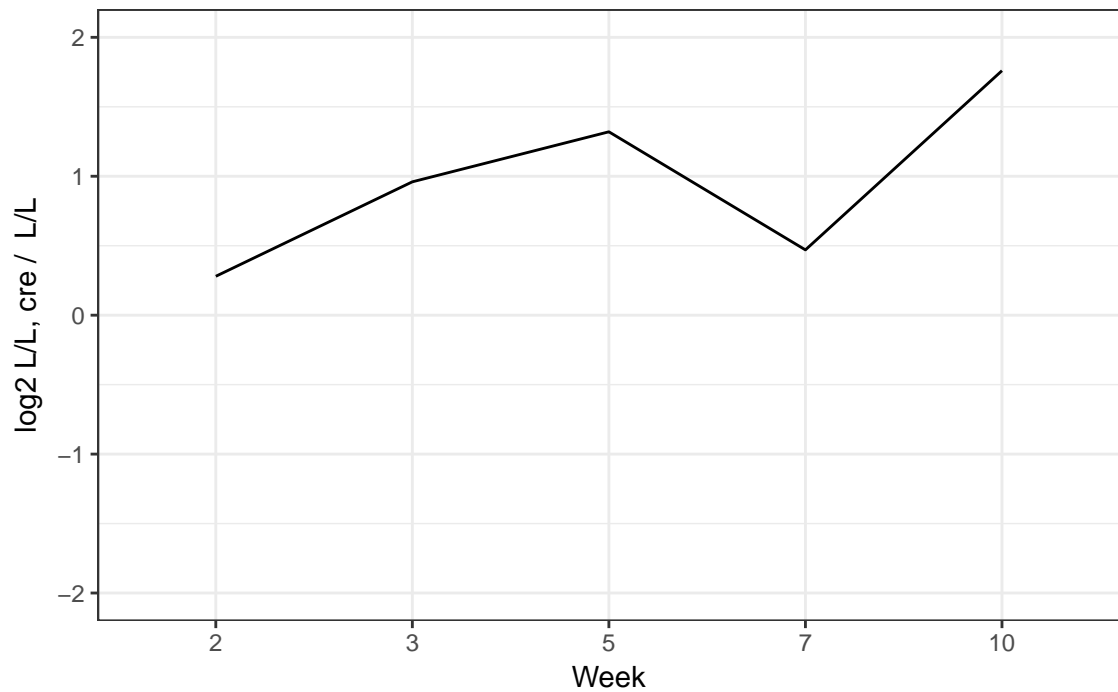

GPT2 / Q8BGT5; adj.p value: 1e-05

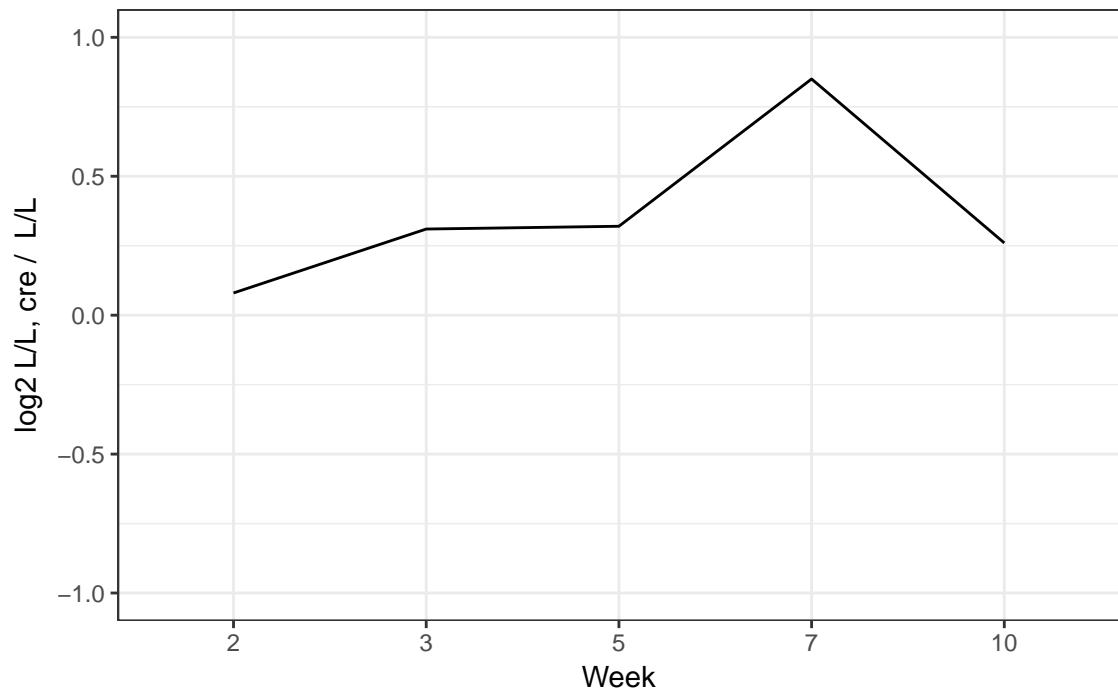

GPX1 / P11352; adj.p value: 0.02352

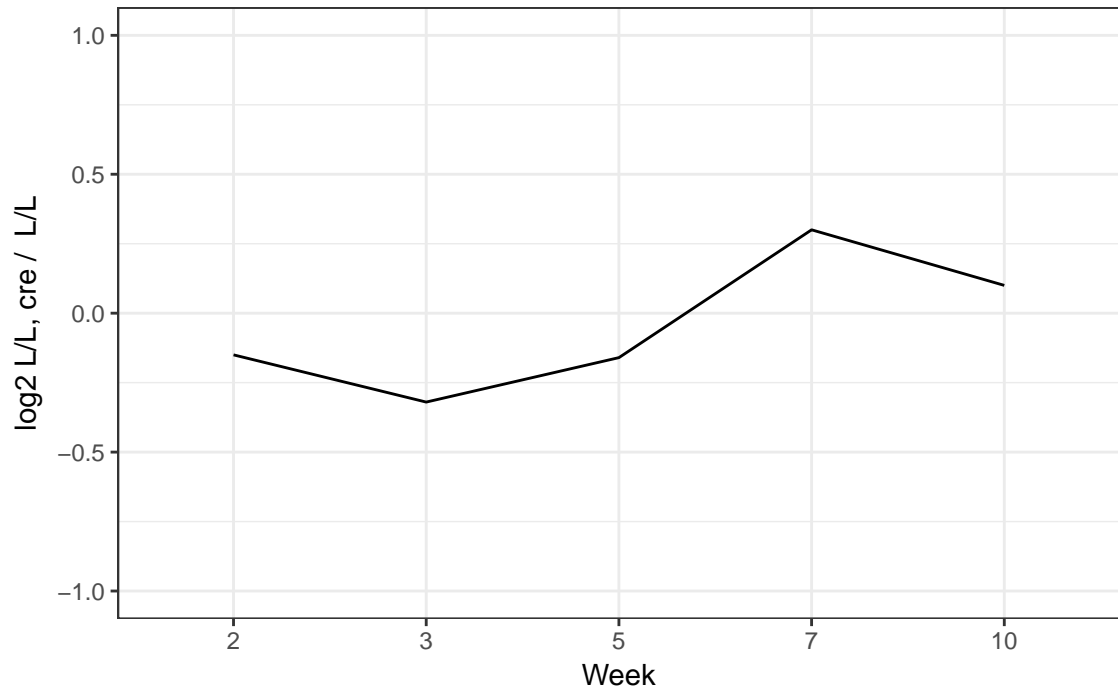

GPX4 / Q76LV0; adj.p value: 0.00774

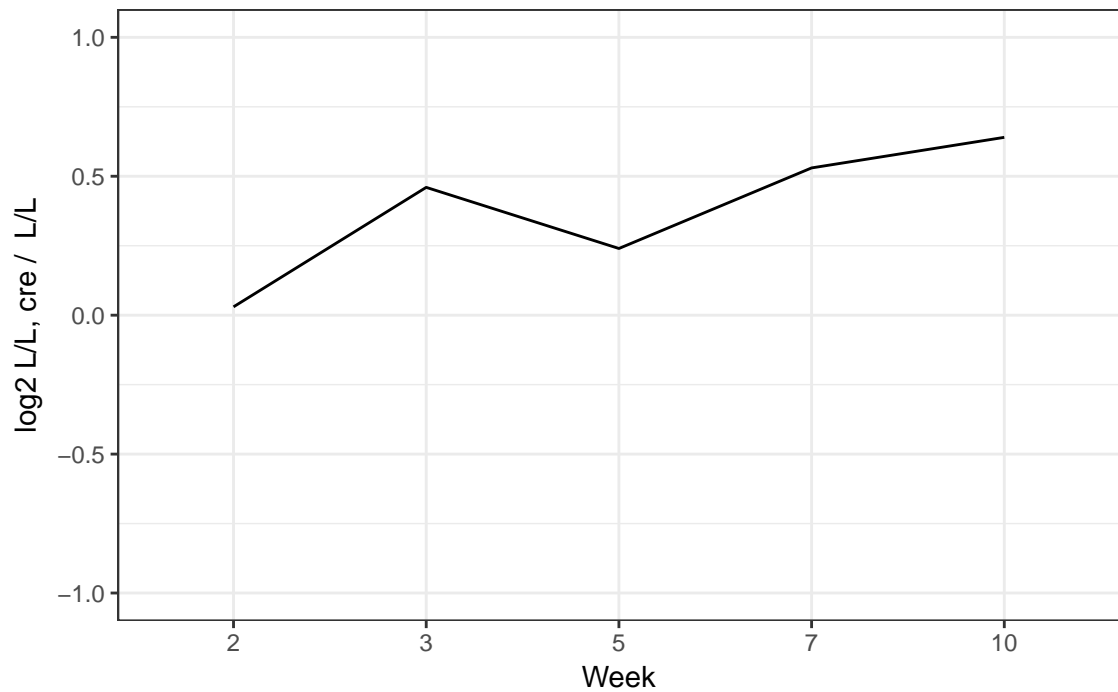

GRHPR / Q91Z53; adj.p value: 0.16301

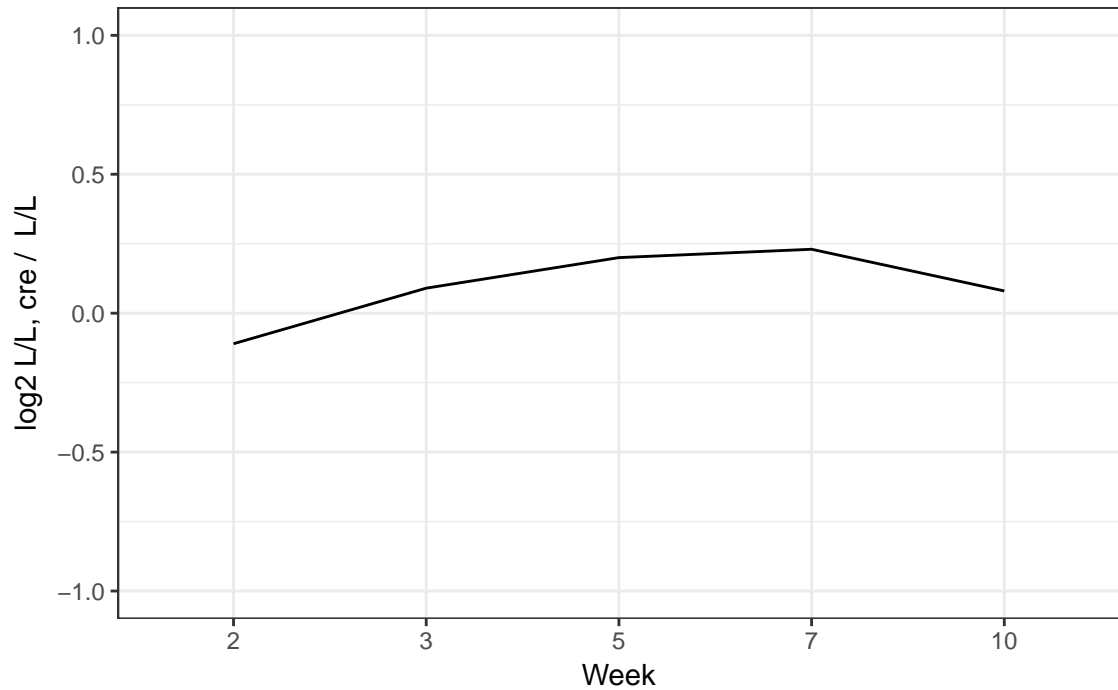

GRPEL1 / Q99LP6; adj.p value: 0.00118

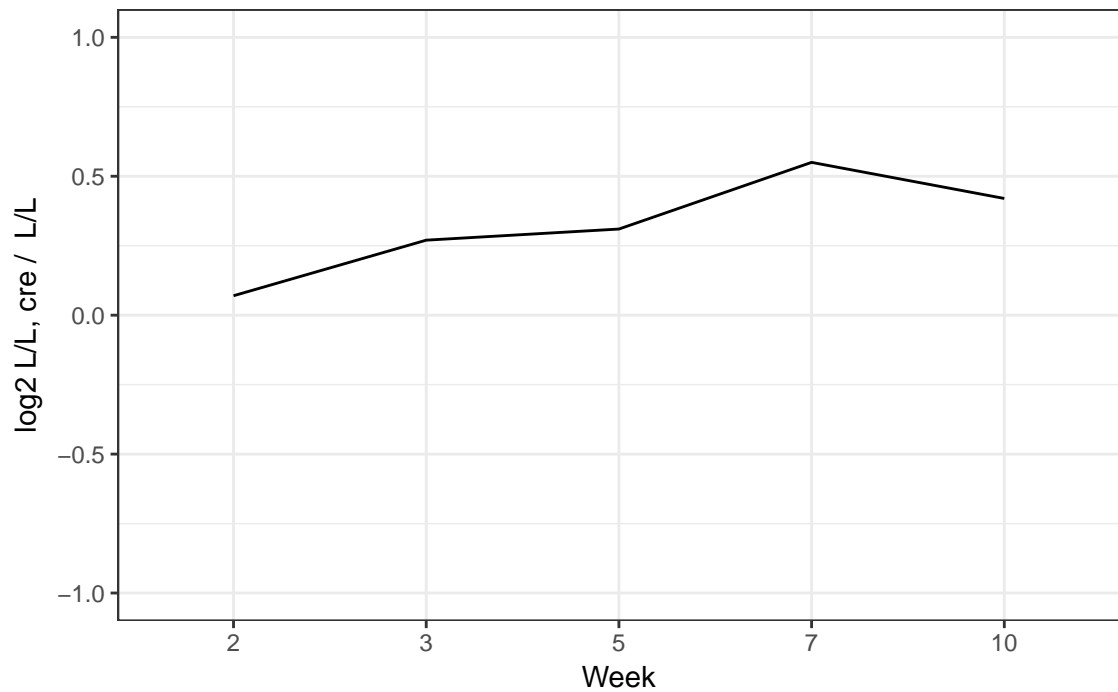

GRSF1 / E9Q179; adj.p value: 0

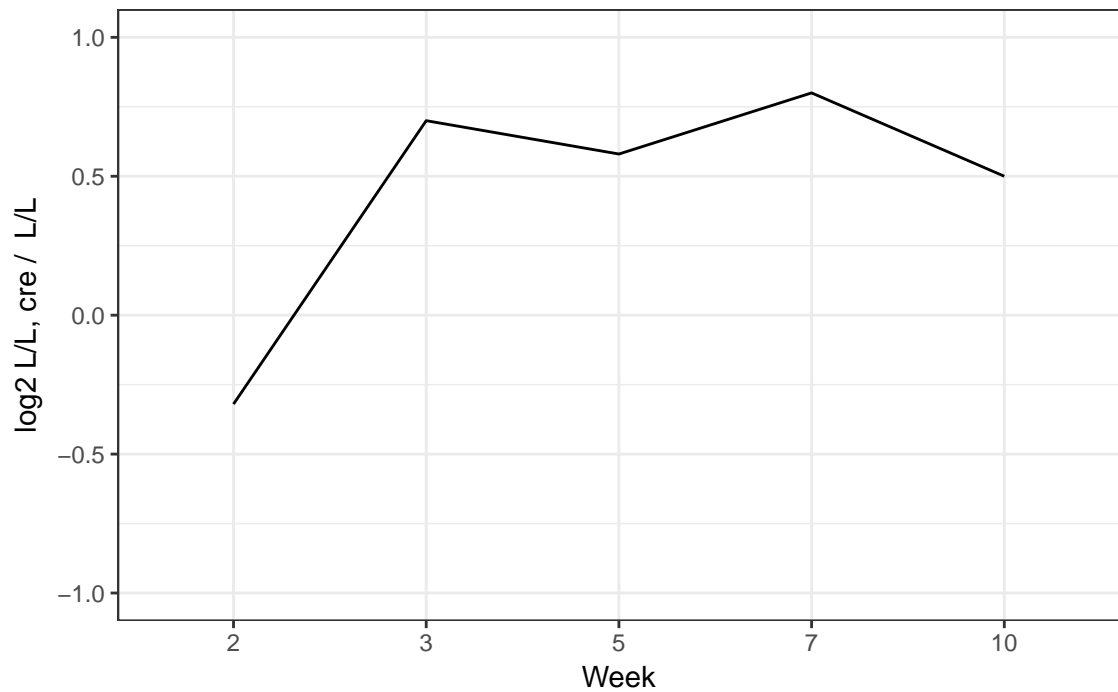

GSR / P47791-2; adj.p value: 3e-05

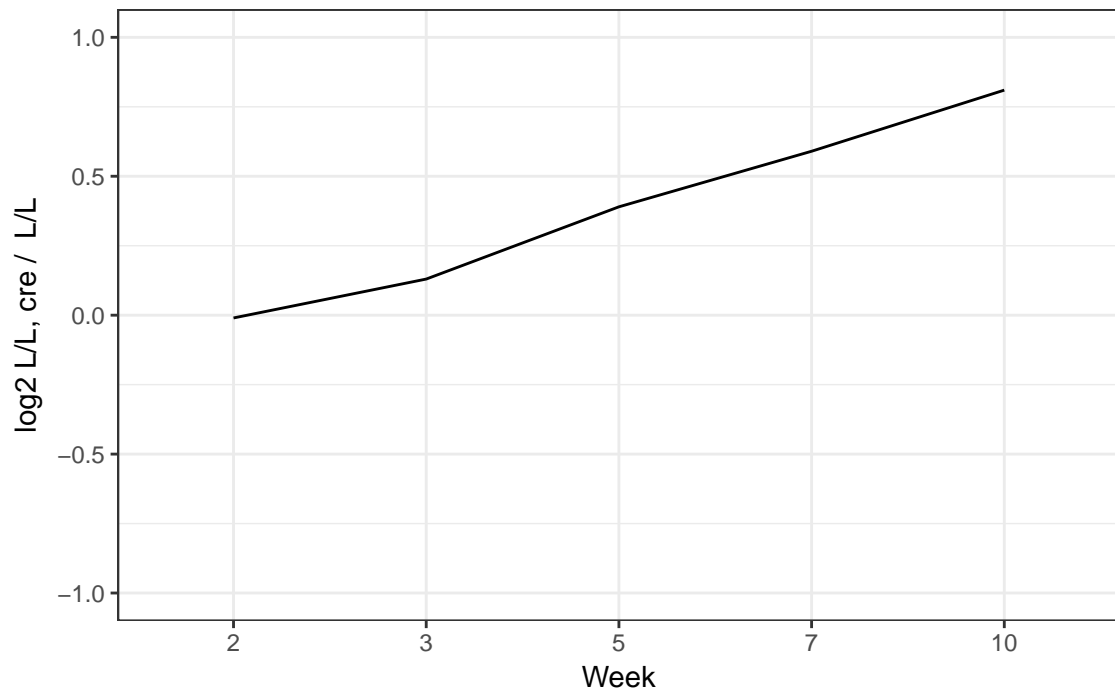

GSTK1 / Q9DCM2; adj.p value: 0.03402

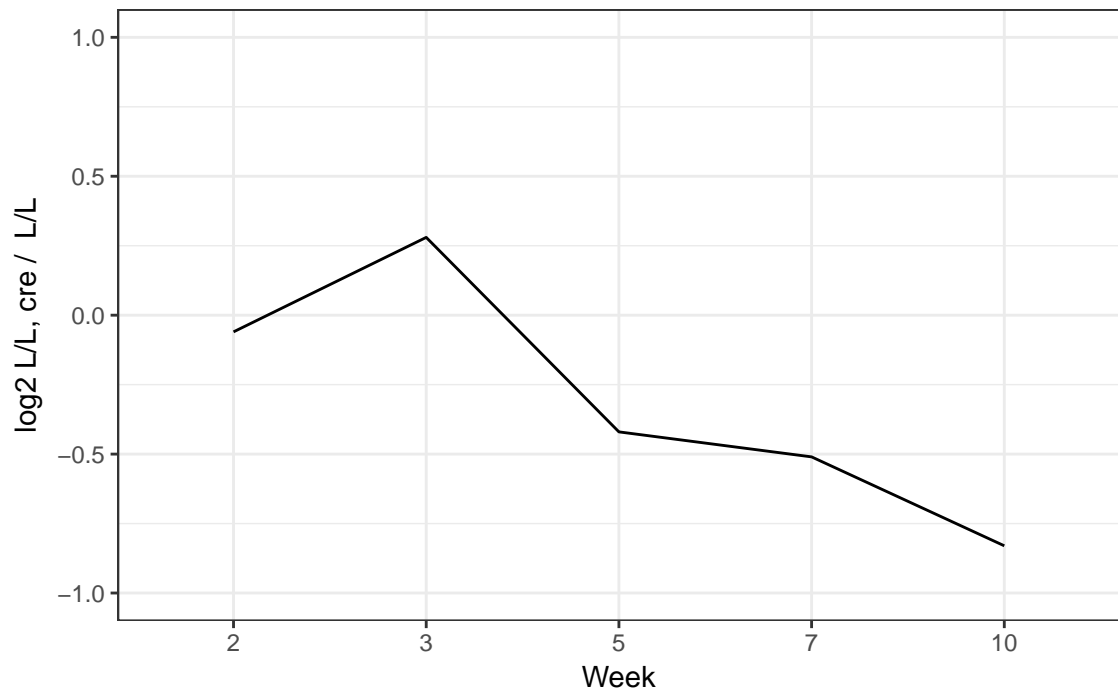

GSTZ1 / Q9WVL0; adj.p value: 0.23345

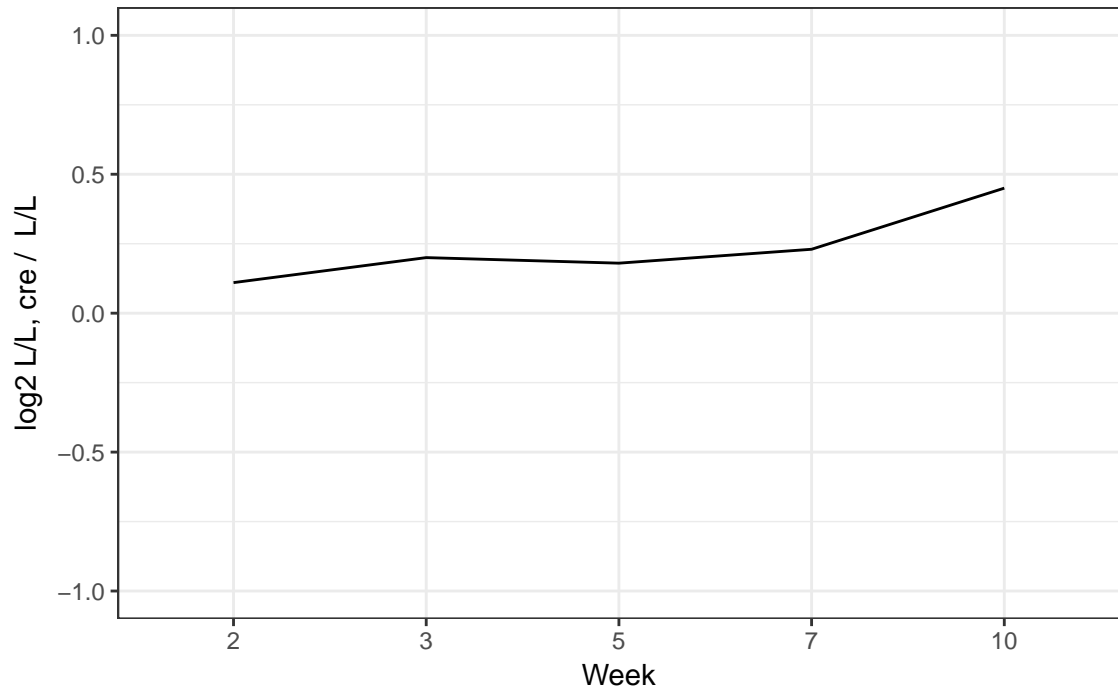

GUF1 / Q8C3X4; adj.p value: 0.47189

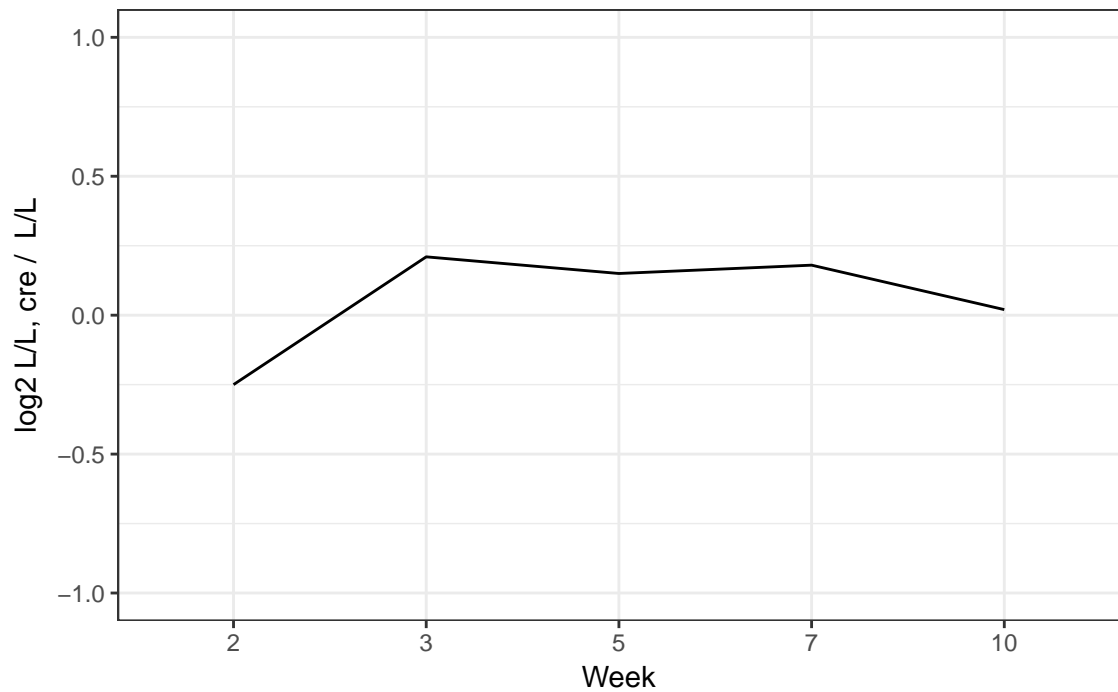

GUK1 / Q564G0; adj.p value: 0.61409

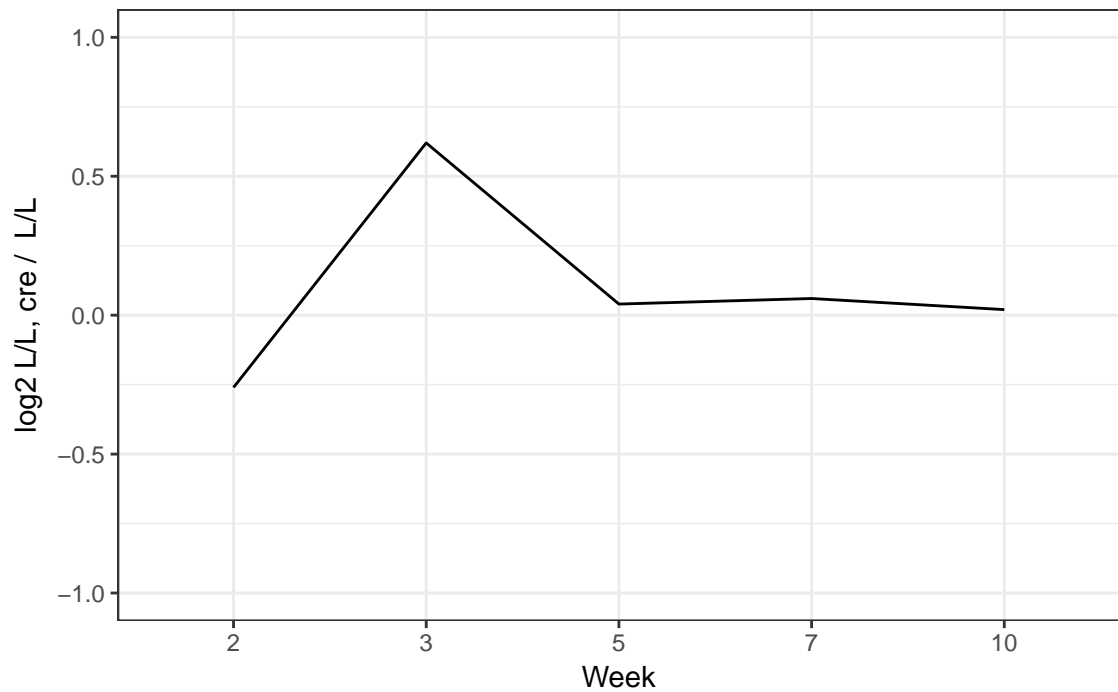

HADH / Q61425; adj.p value: 0.01422

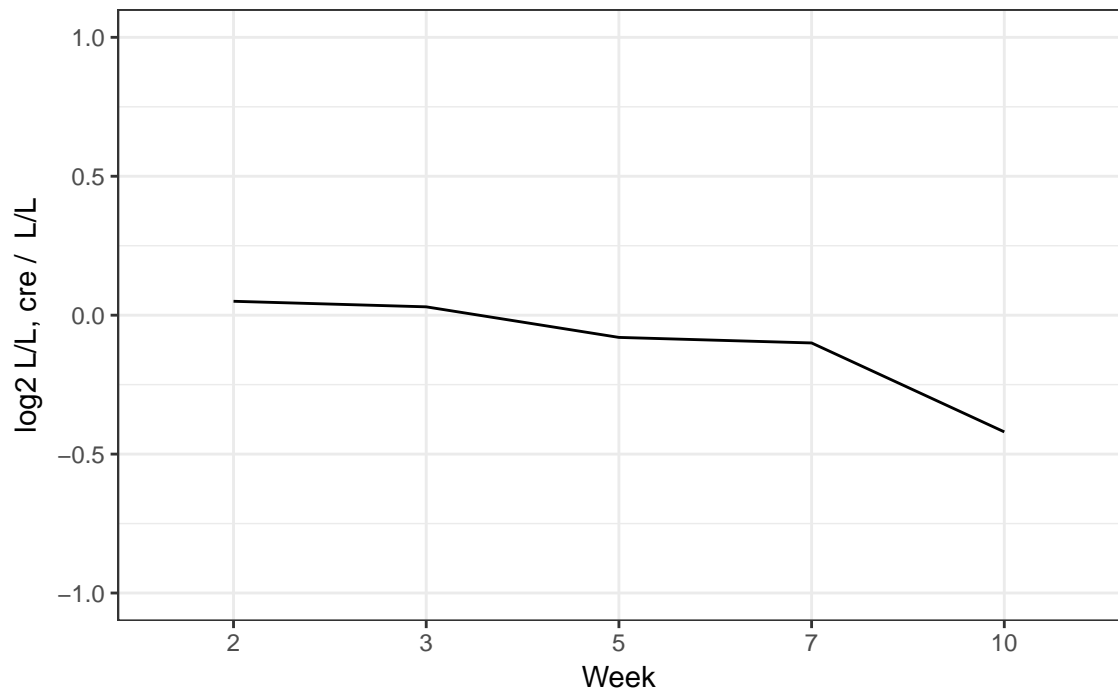

HADHA / Q8BMS1; adj.p value: 0.00358

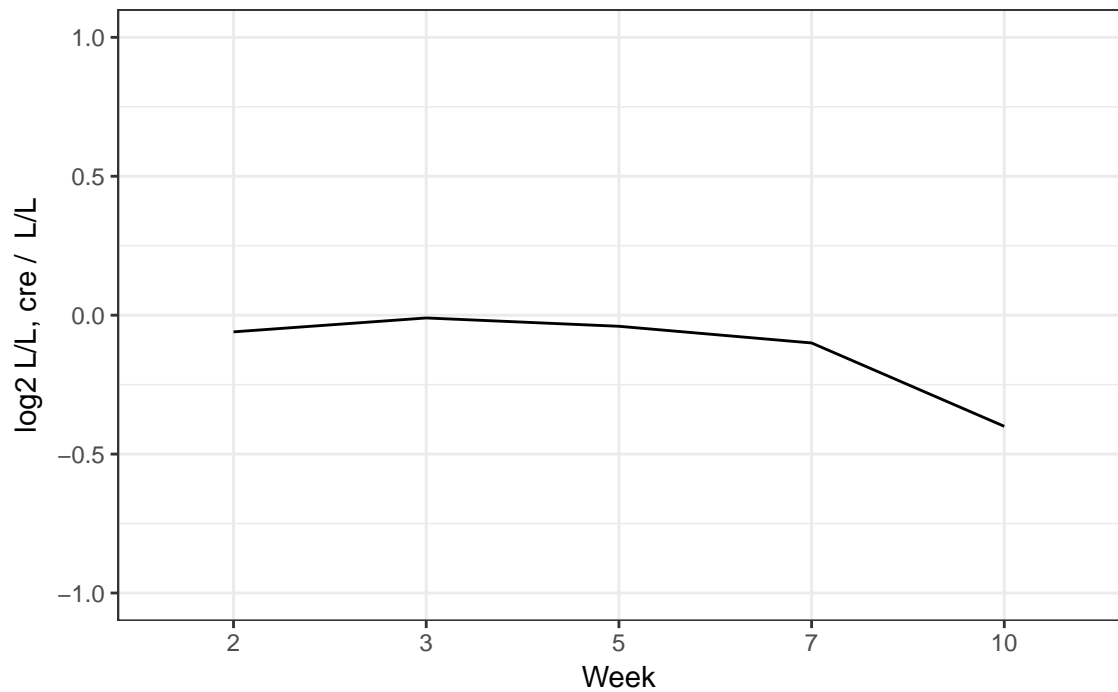

HADHB / Q99JY0; adj.p value: 0.1353

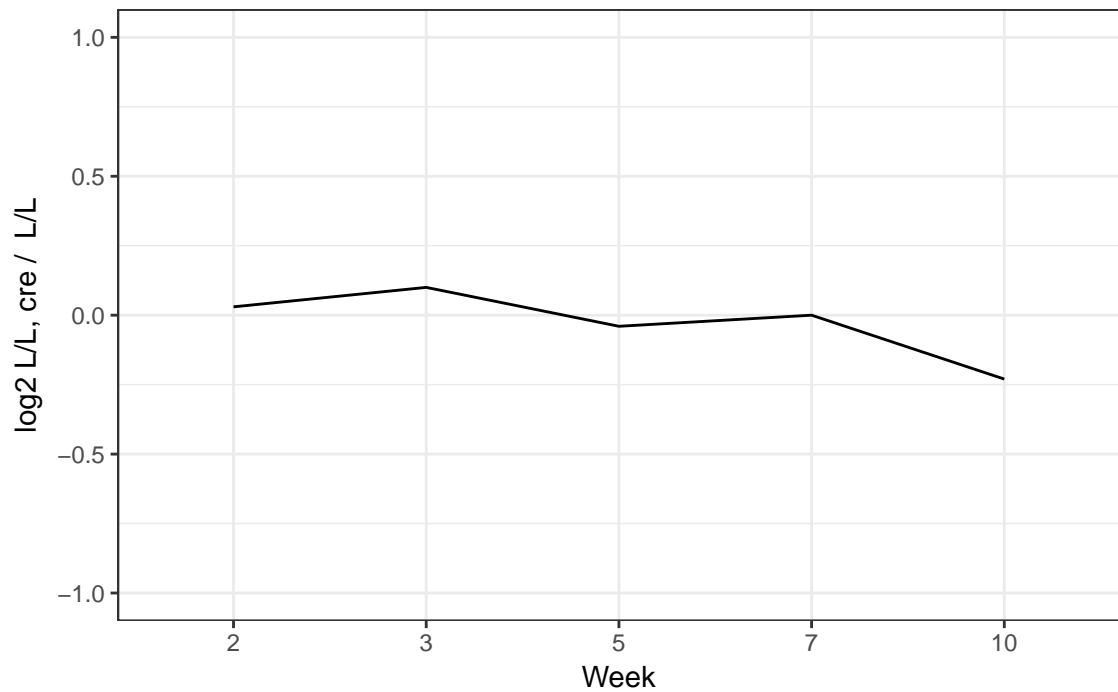

HAGH / G5E8T9; adj.p value: 0.00125

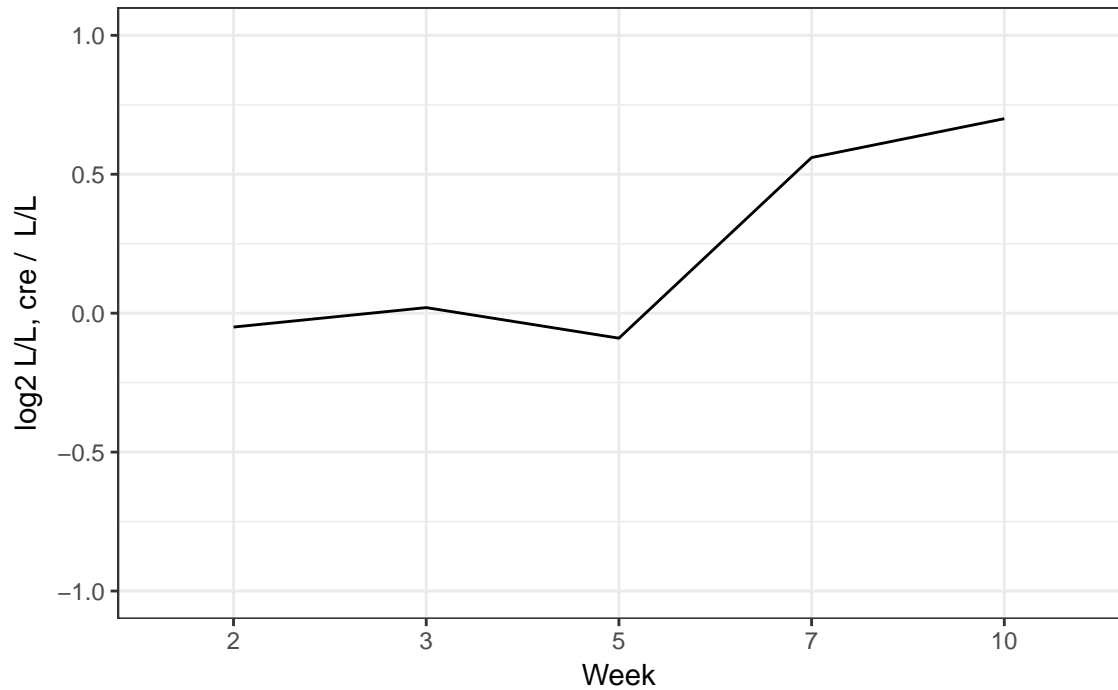

HARS2 / Q99KK9; adj.p value: 0.00583

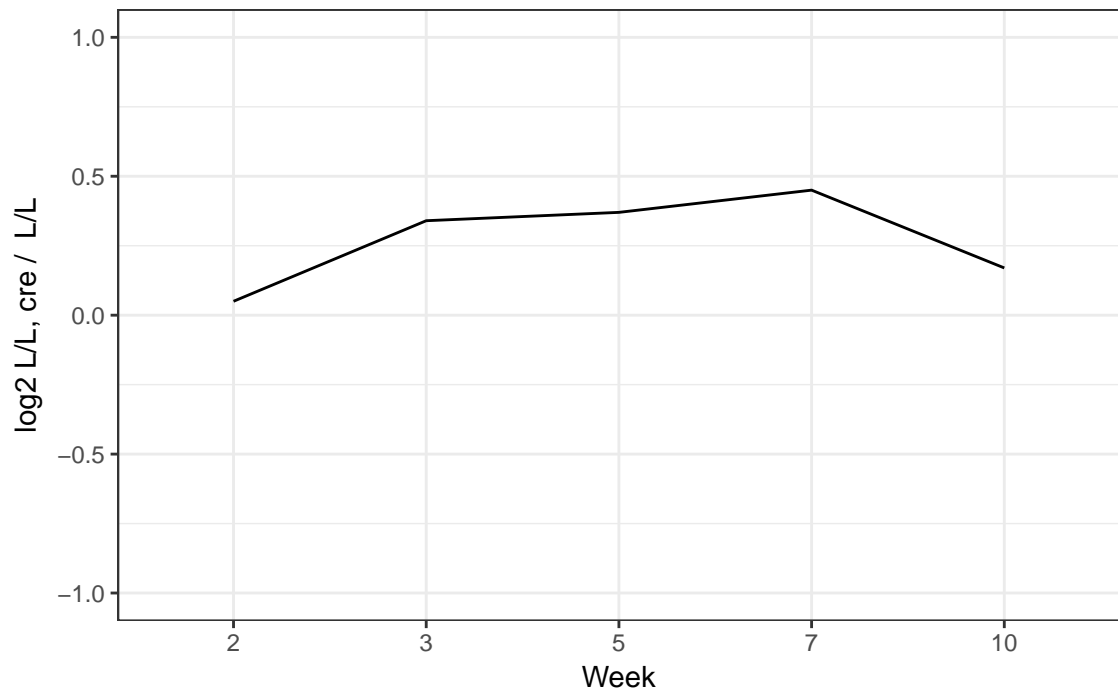

HCCS / P53702; adj.p value: 0.15293

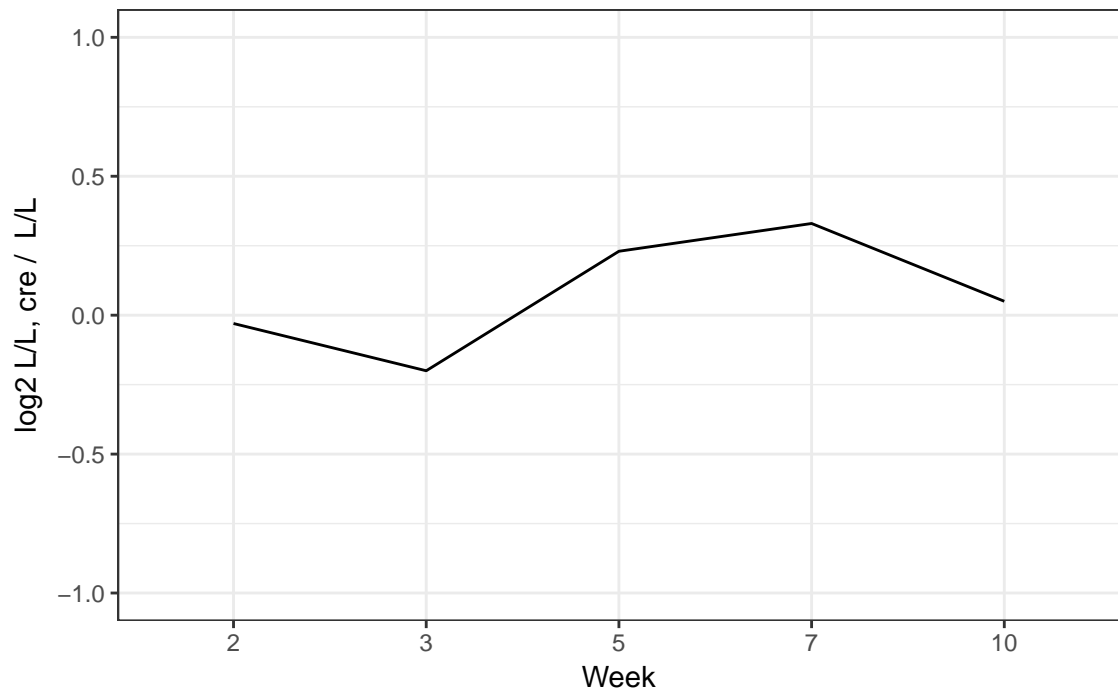

HDHD3 / Q9CYW4; adj.p value: 0.28957

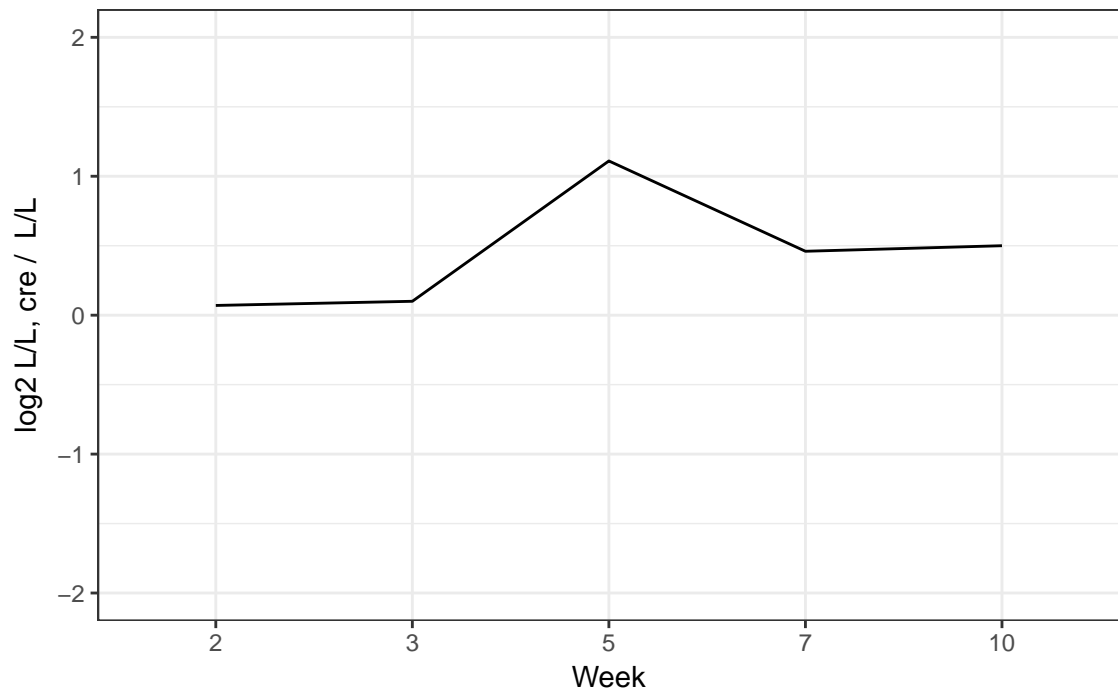

HEBP1 / Q9R257; adj.p value: 0.1569

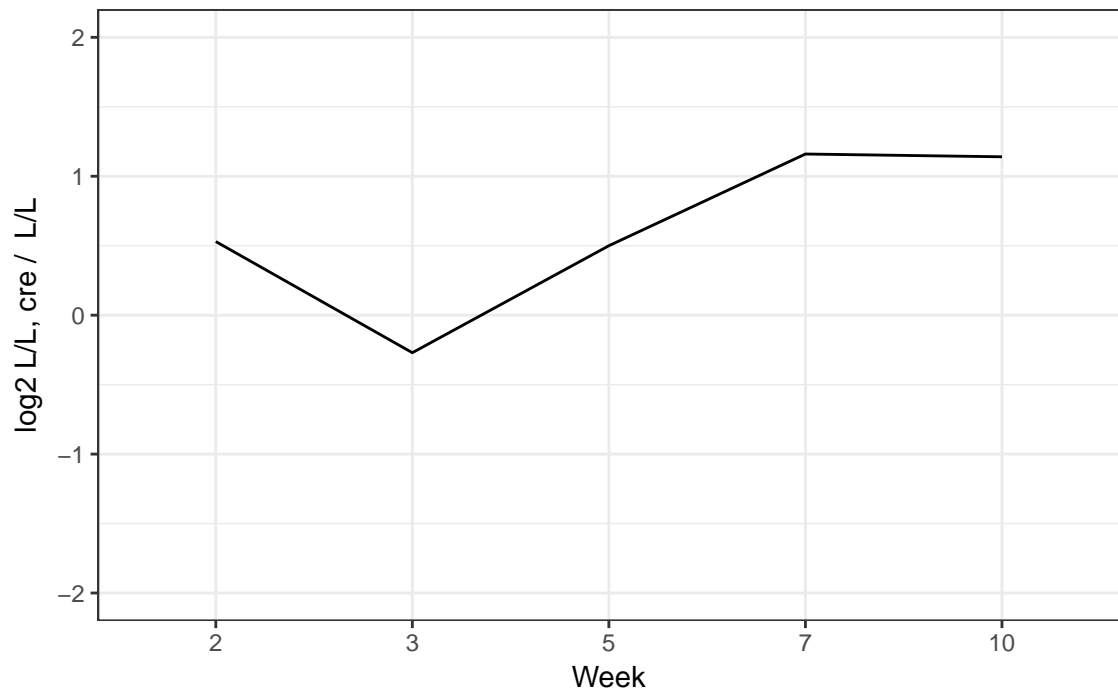

HIBADH / Q99L13; adj.p value: 0

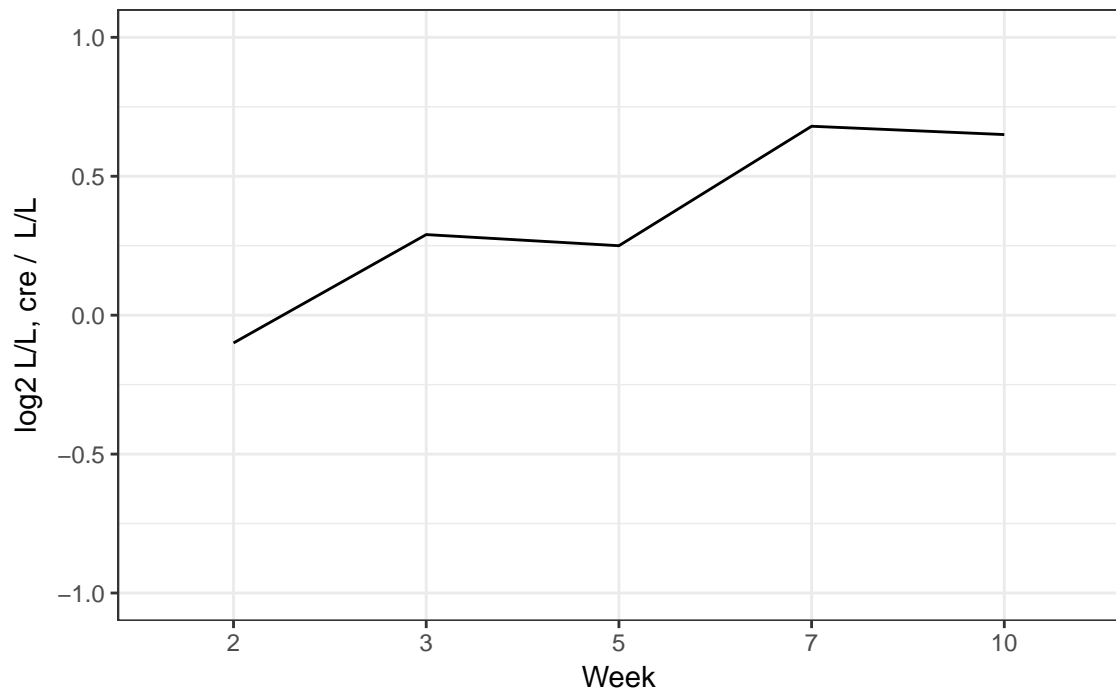

HIBCH / Q8QZS1; adj.p value: 0.05242

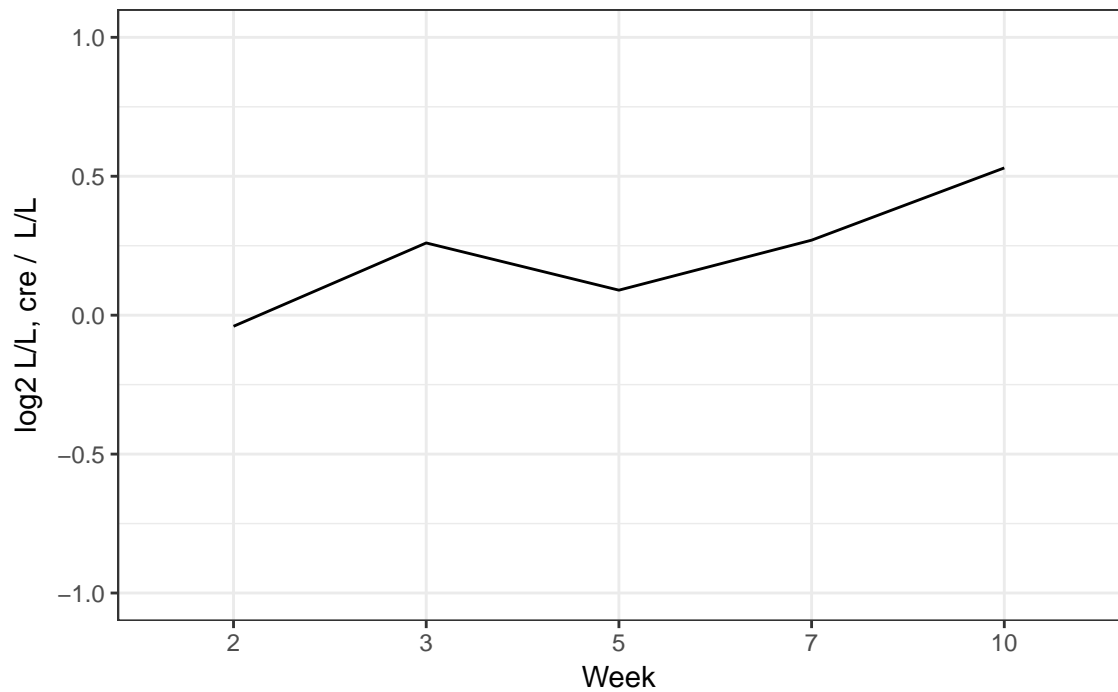

HIGD1A / Q9JLR9; adj.p value: 0.31542

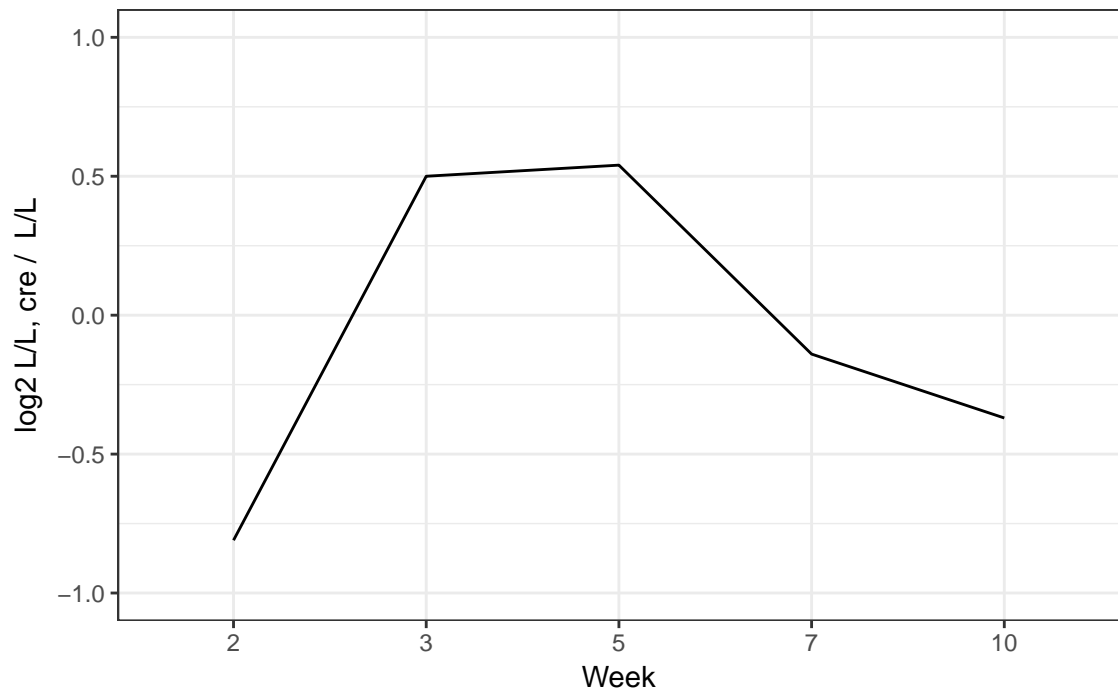

HIGD2A / Q9CQJ1; adj.p value: 0.99819

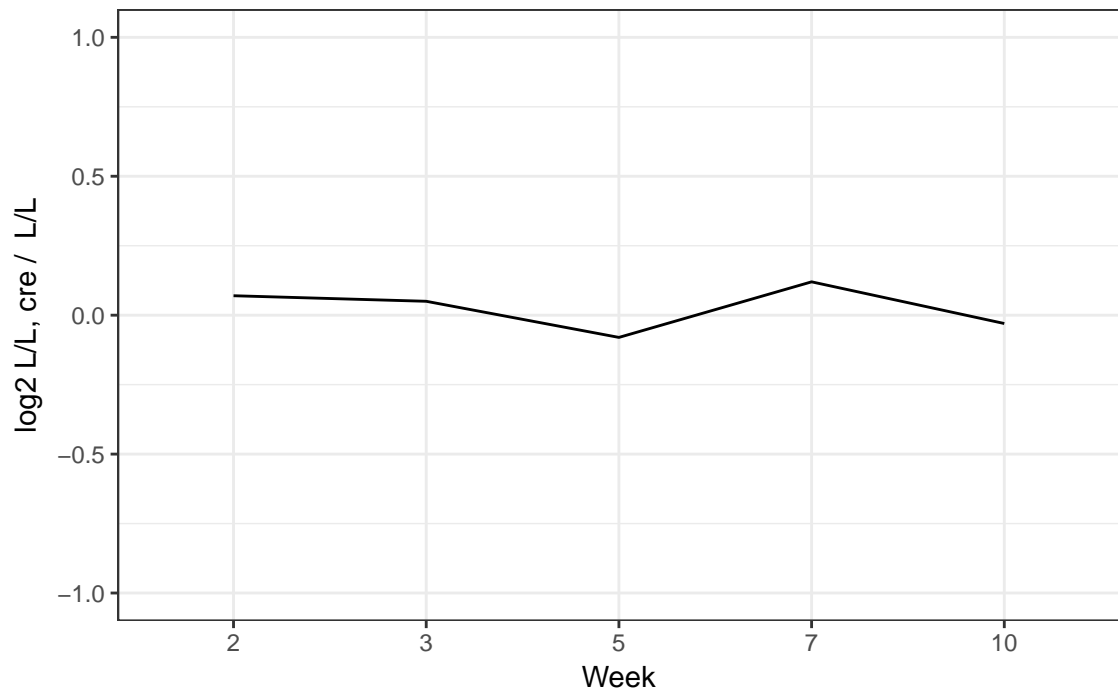

HINT2 / Q9D0S9; adj.p value: 0.13286

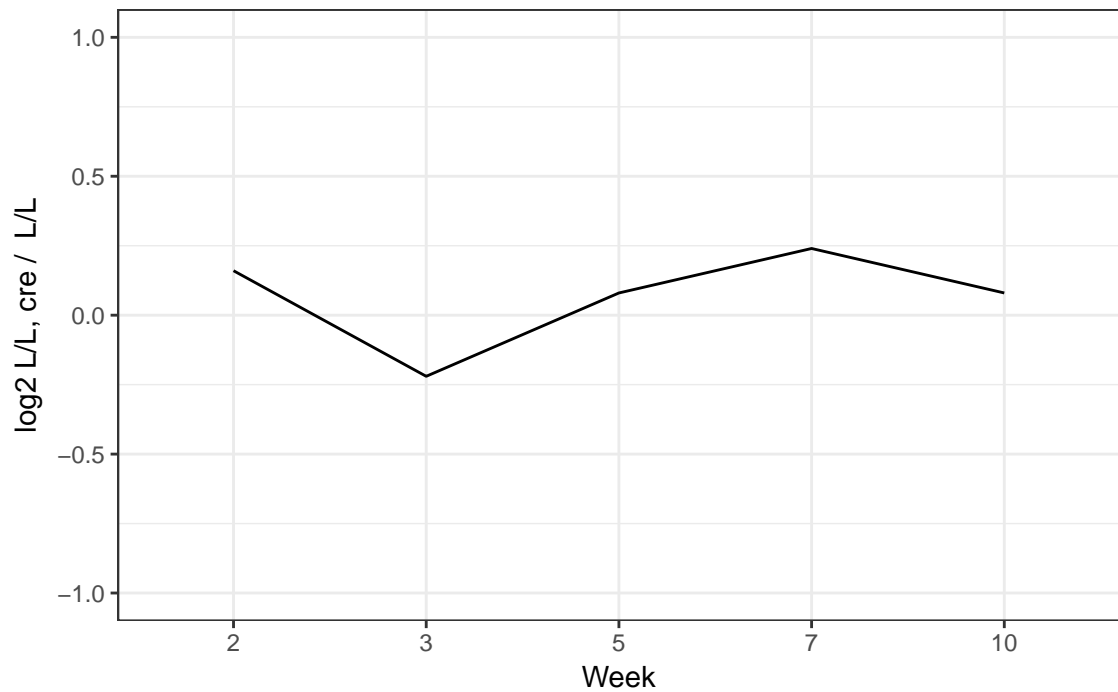

HK1 / P17710-3; adj.p value: 0

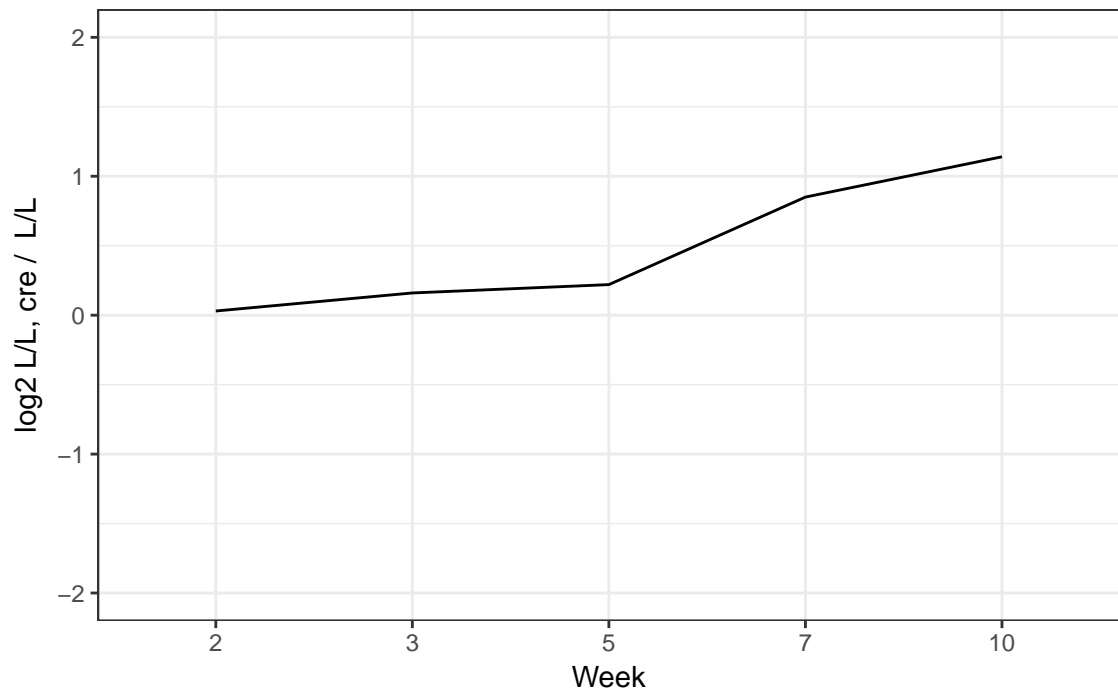

HK2 / O08528; adj.p value: 0

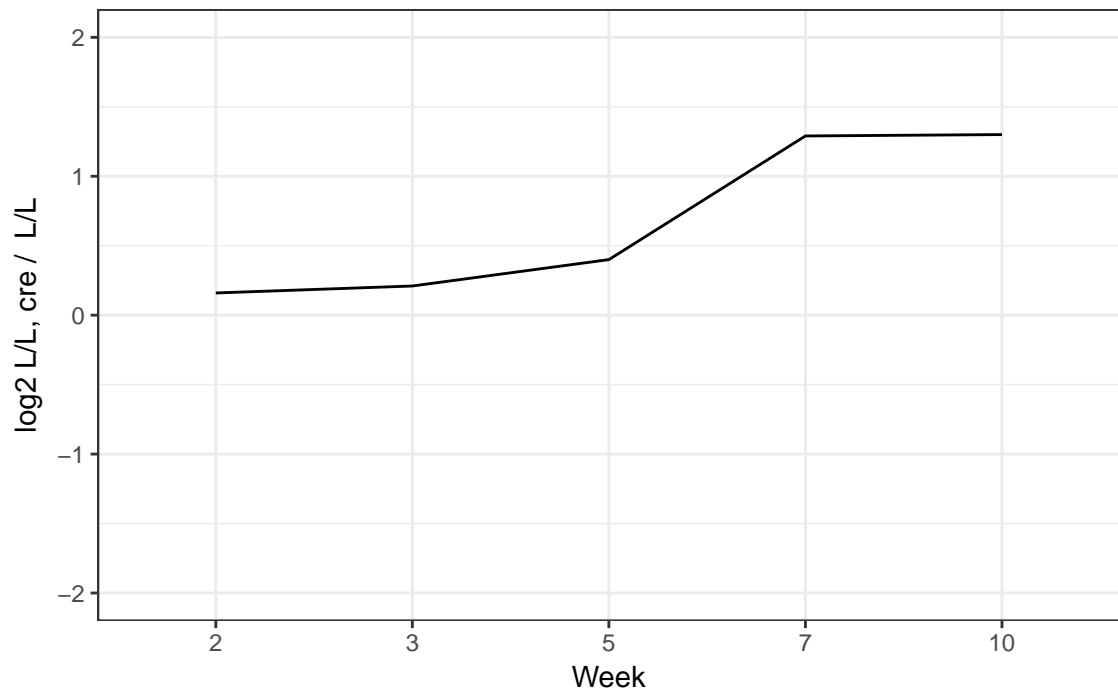

HMGCL / P38060; adj.p value: 0.11407

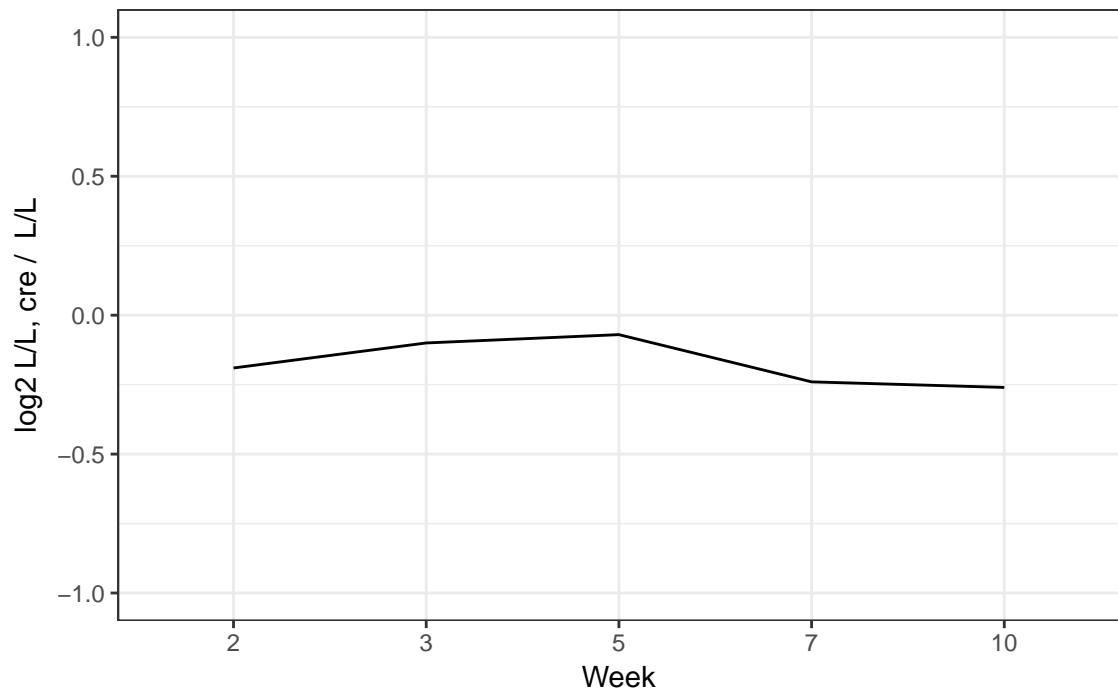

HMGCS2 / P54869; adj.p value: 0.36417

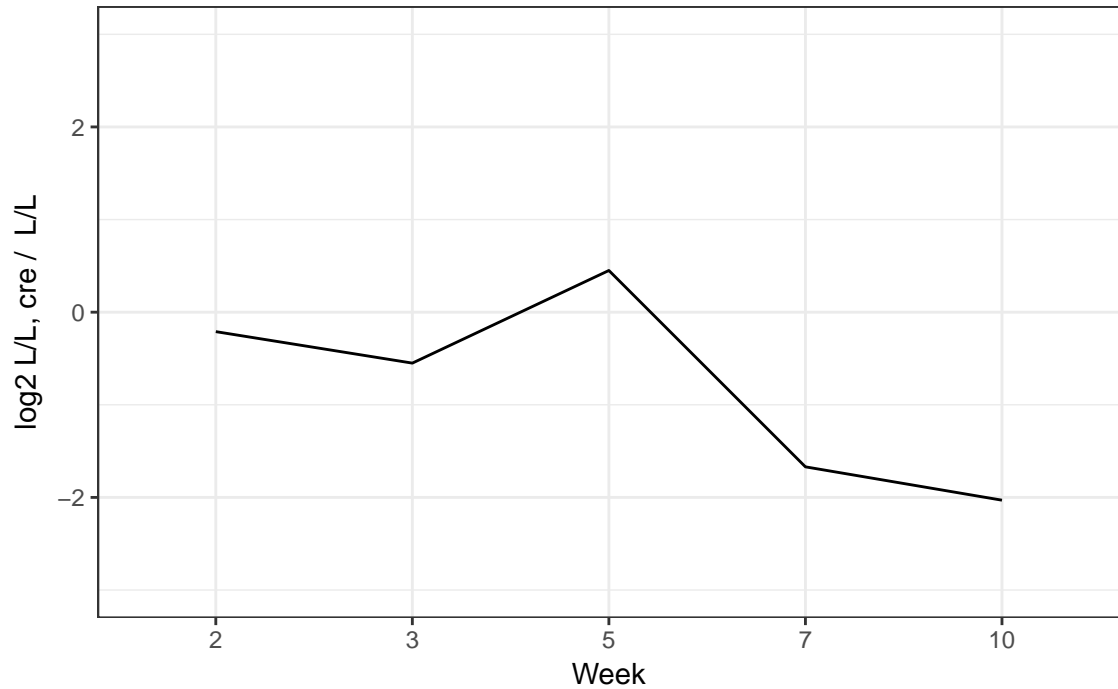

HSCB / Q8K3A0; adj.p value: 0.7976

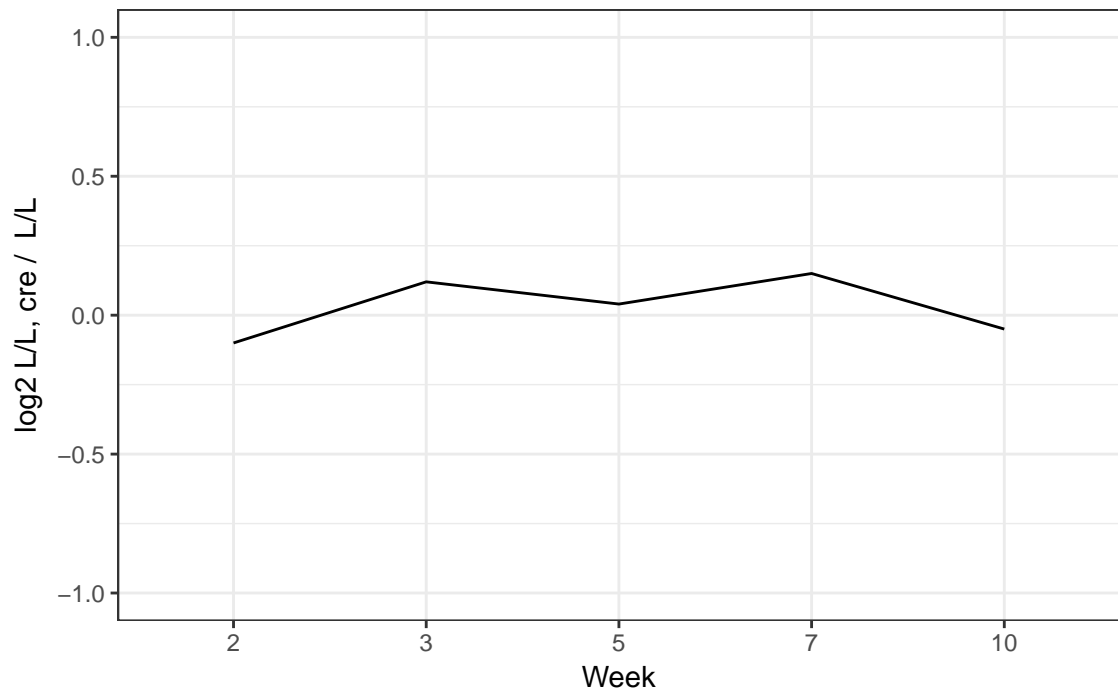

HSD17B10 / Q99N15; adj.p value: 0.31626

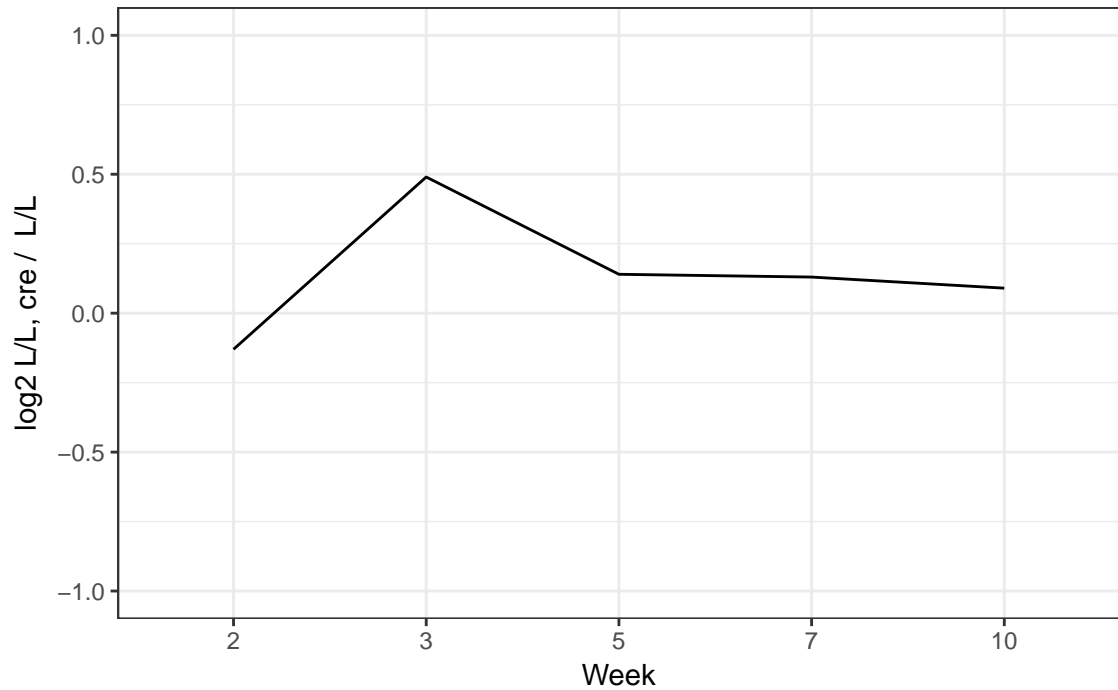

HSD17B4 / P51660; adj.p value: 0.29346

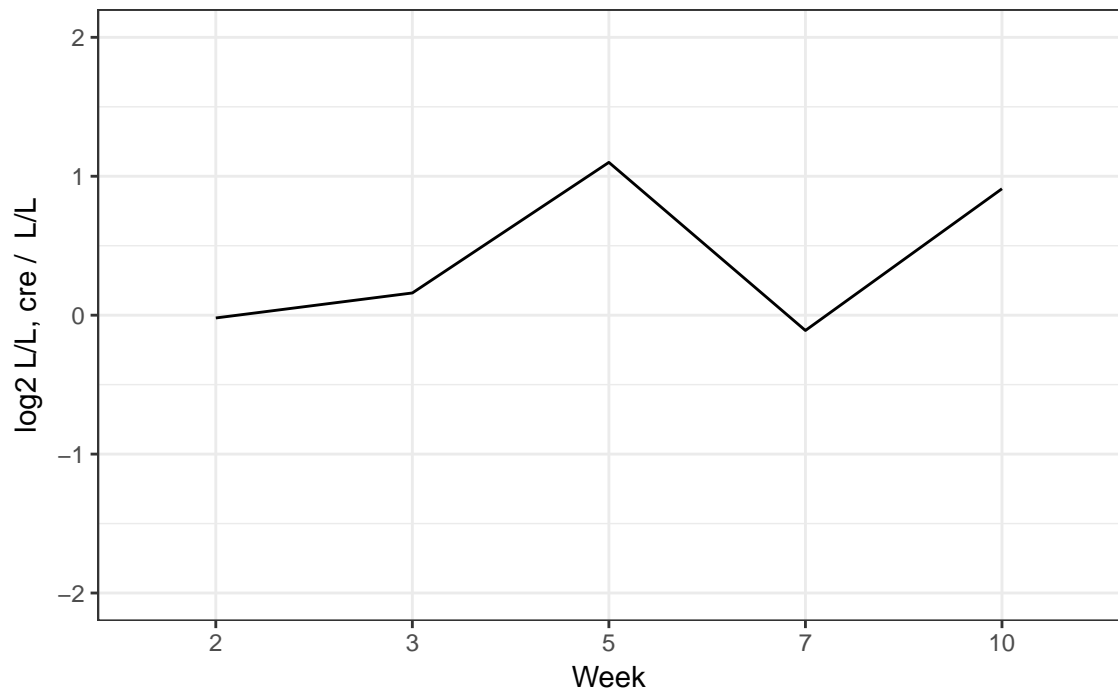

HSD17B8 / P50171; adj.p value: 0.68943

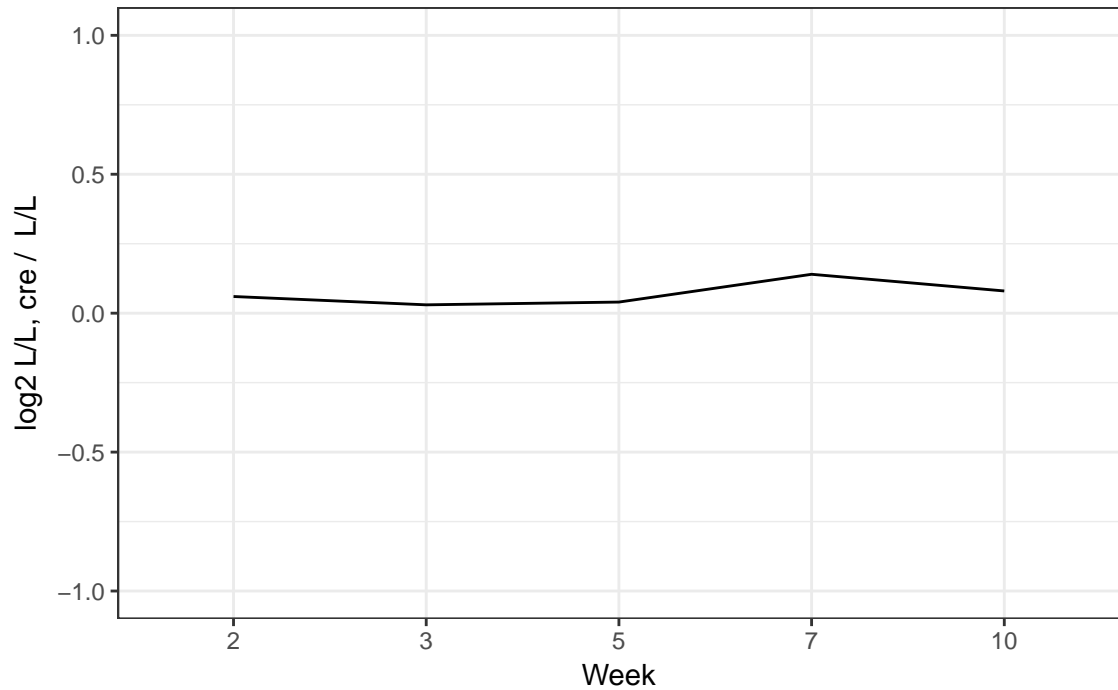

HSDL1 / Q8BTX9; adj.p value: 0.93428

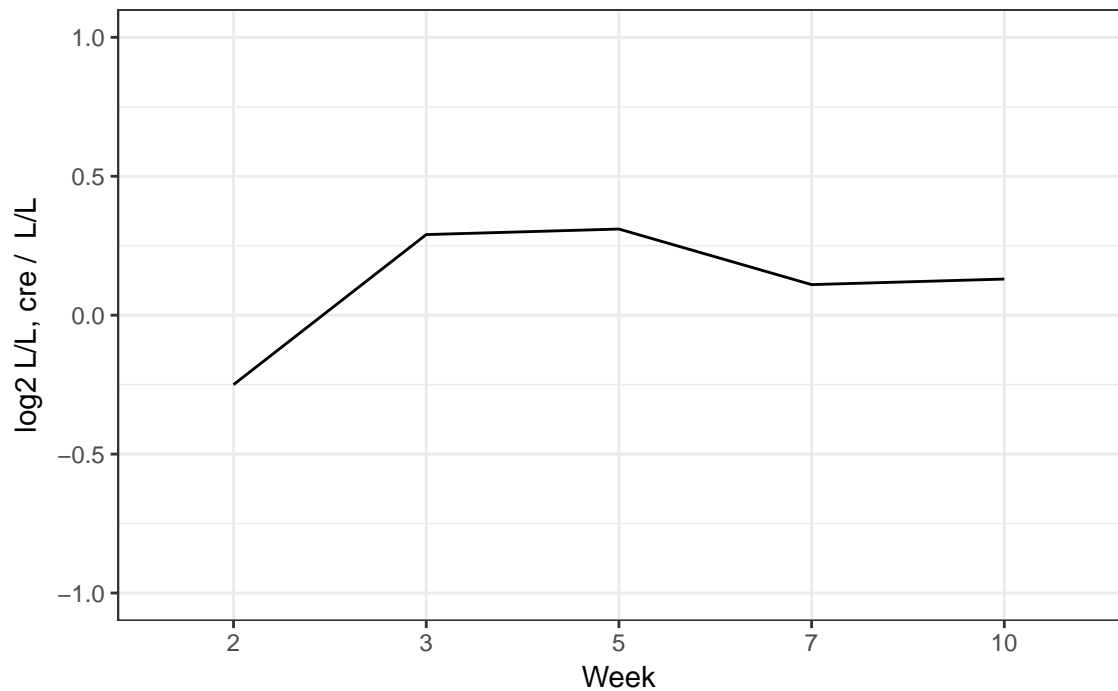

HSDL2 / Q2TPA8; adj.p value: 0.07912

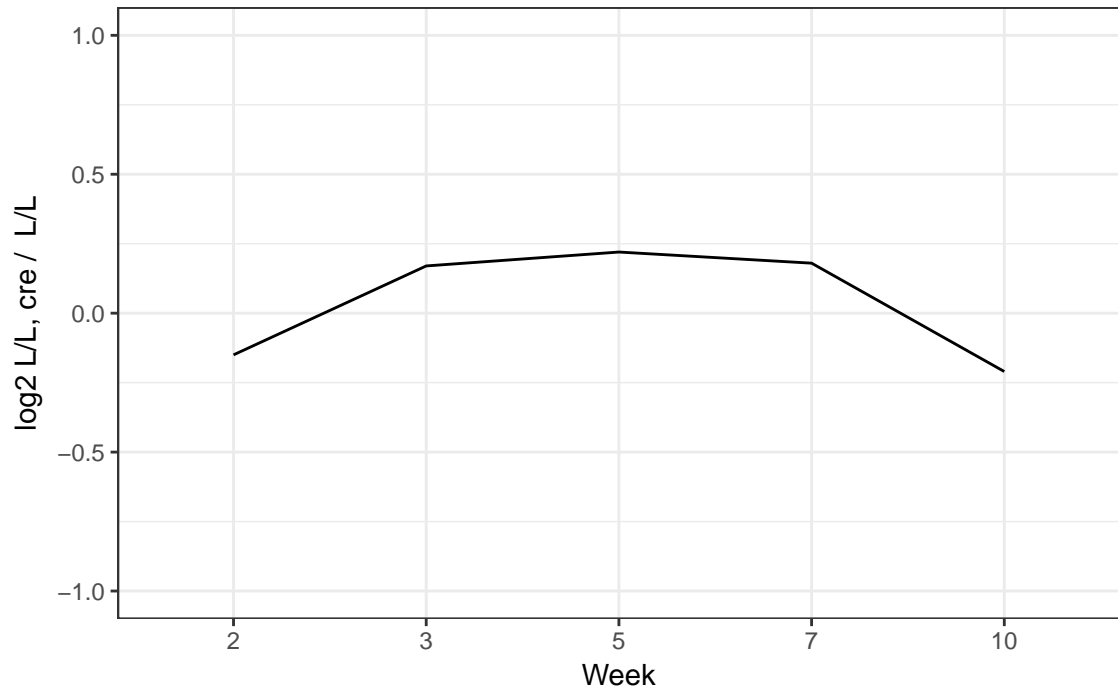

HSPA9 / P38647; adj.p value: 0

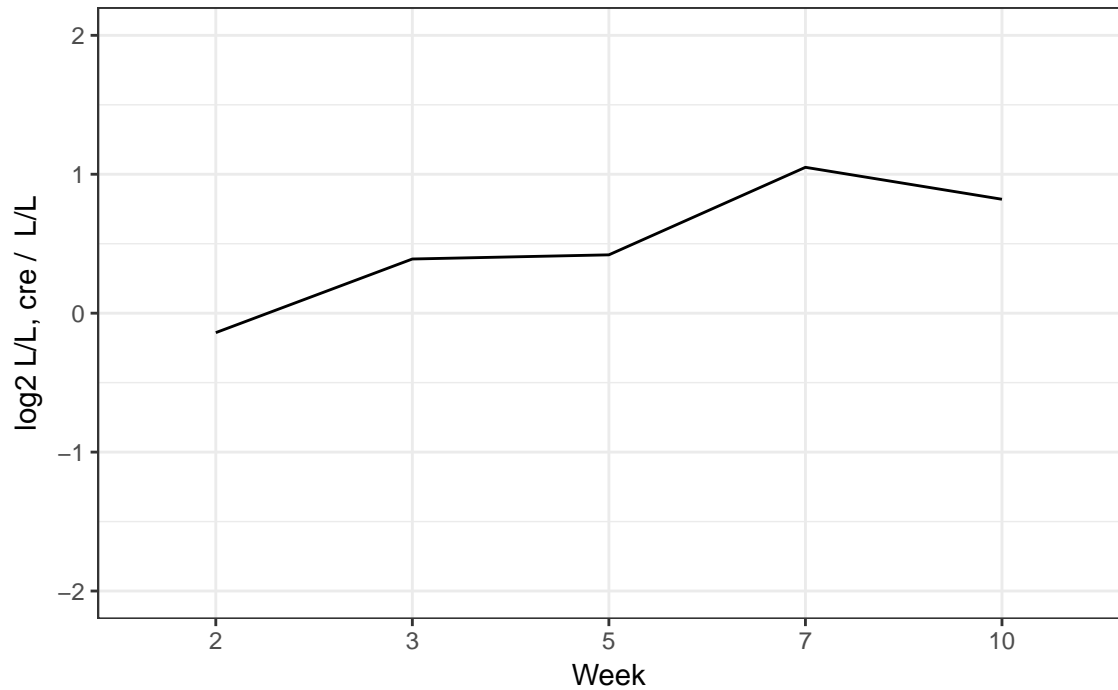

HSPD1 / P63038; adj.p value: 3e-05

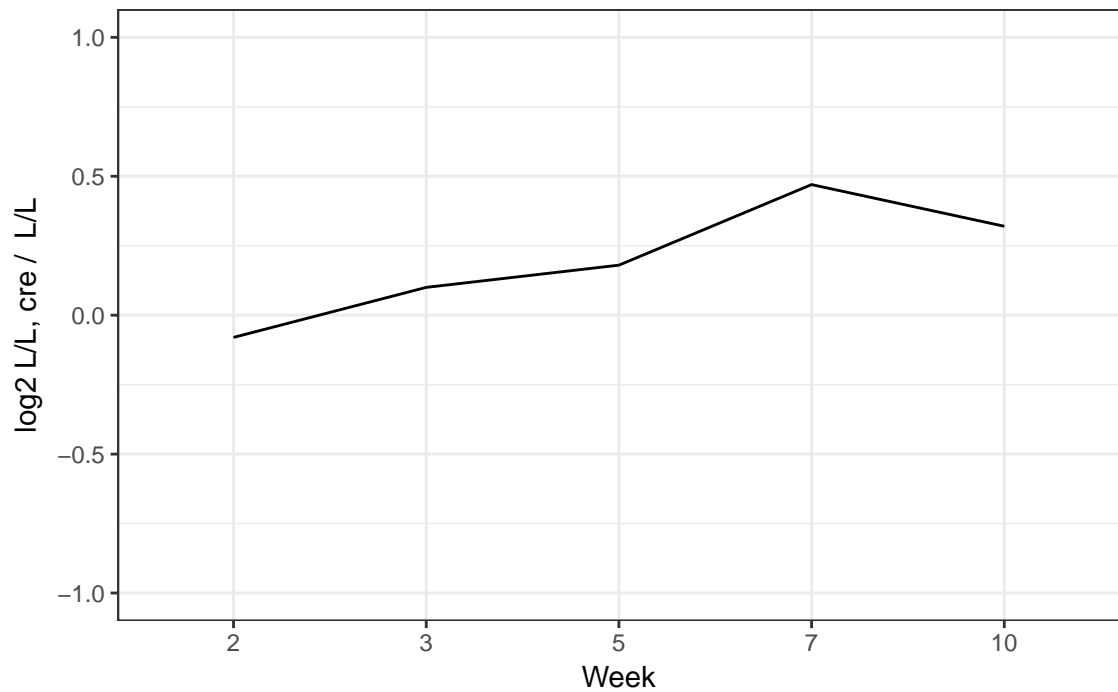

HSPE1 / Q64433; adj.p value: 0.05022

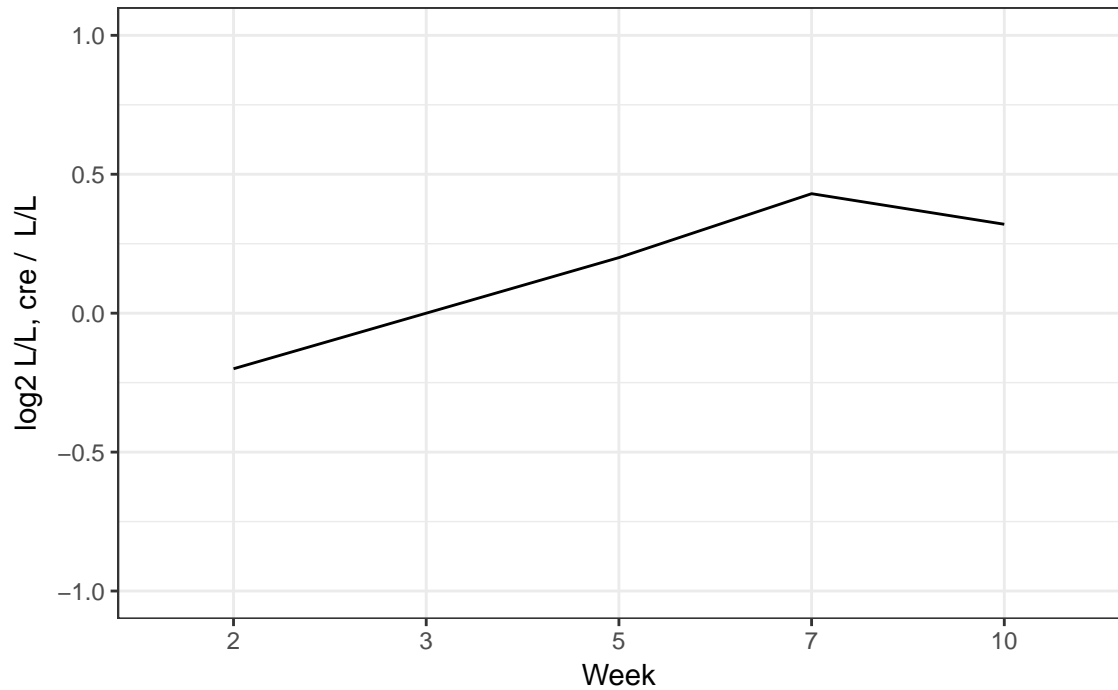

HTATIP2 / Q9Z2G9; adj.p value: 3e-05

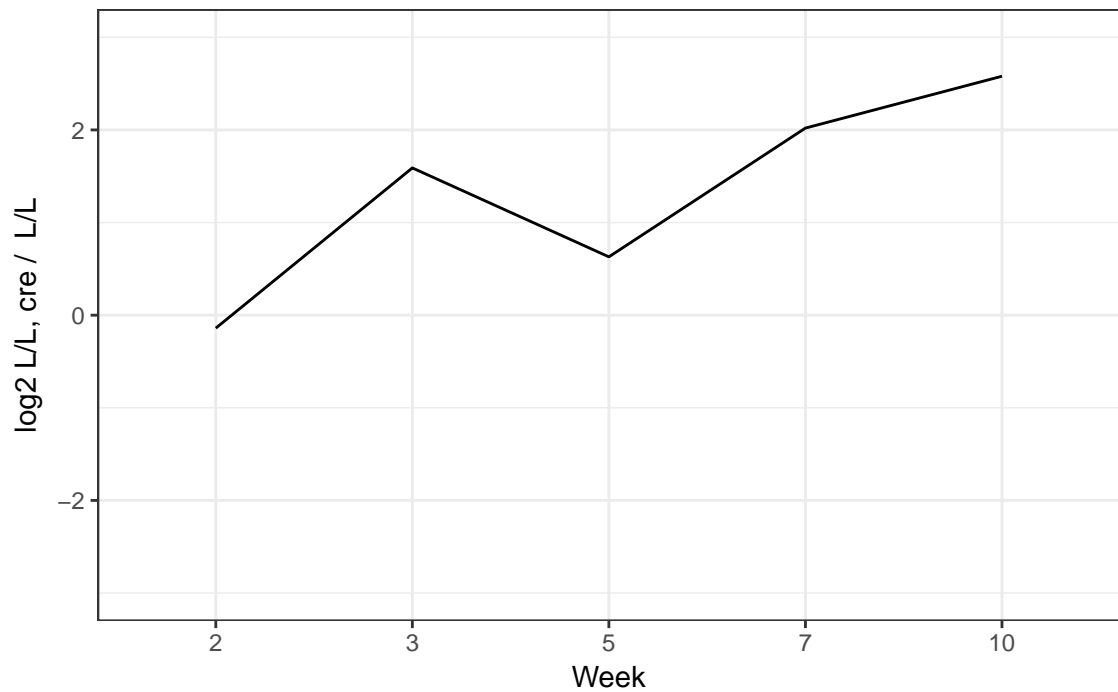

HTRA2 / Q9JIY5; adj.p value: 0.00932

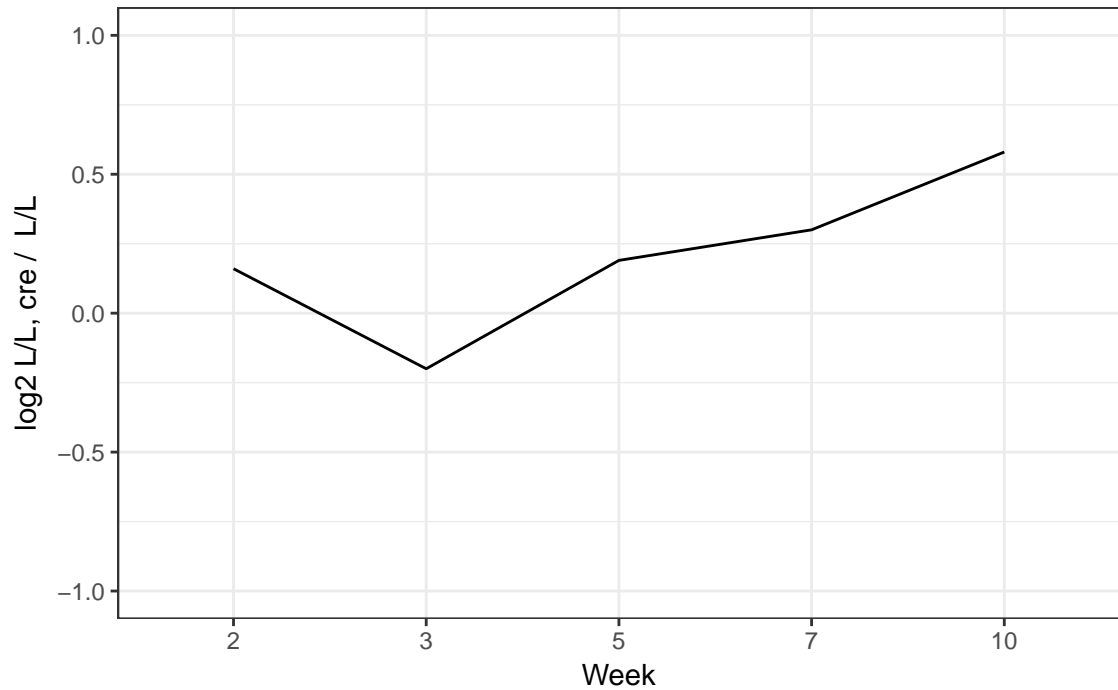

IARS2 / Q8BIJ6; adj.p value: 0.61581

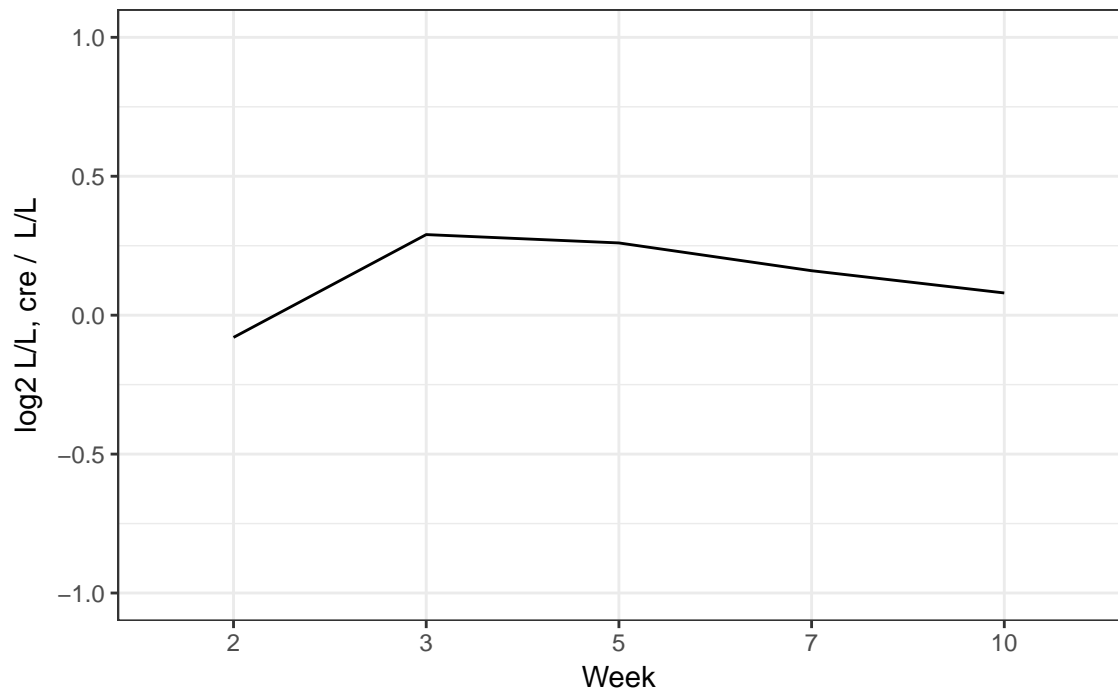

IBA57 / Q8CAK1; adj.p value: 0.33356

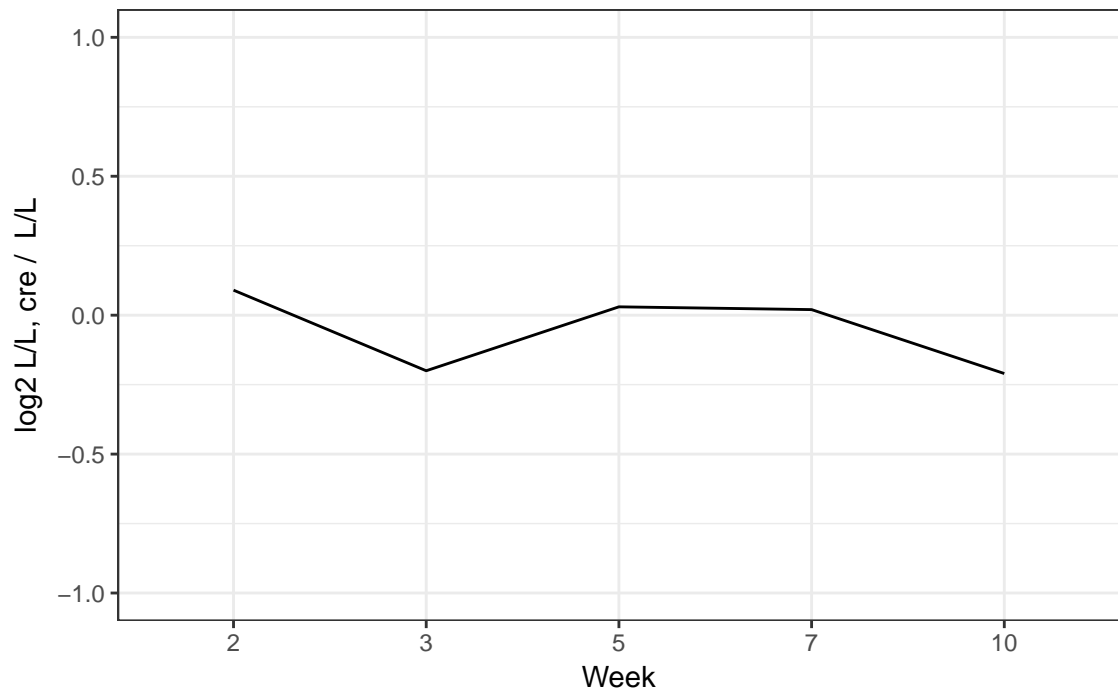

IDH2 / P54071; adj.p value: 0.03087

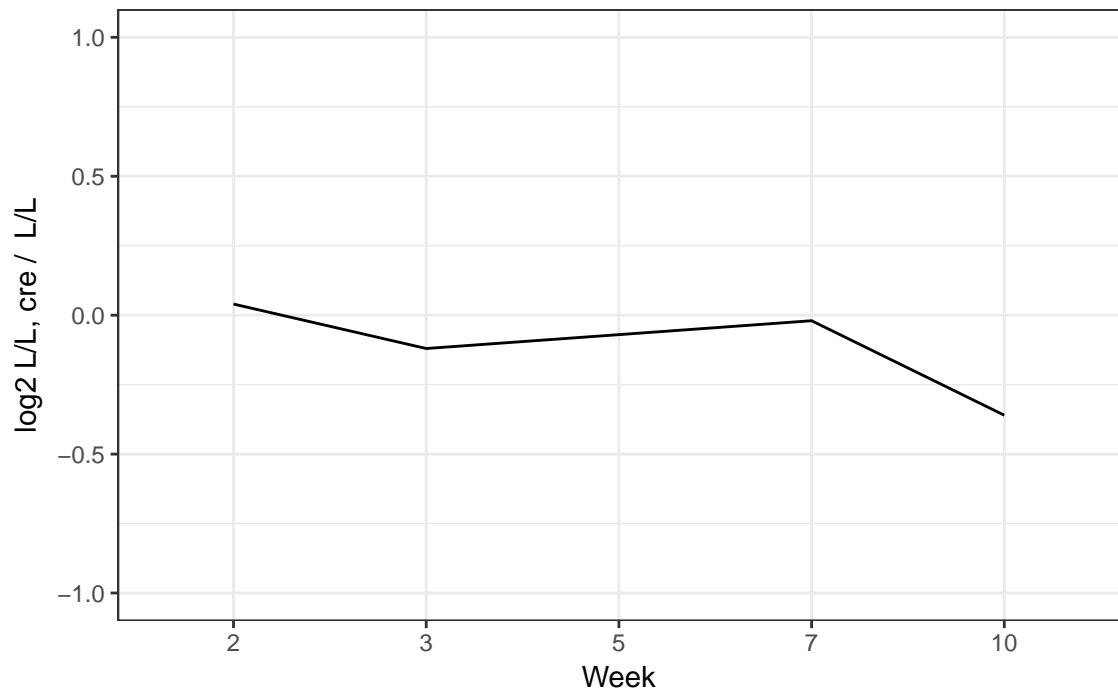

IDH3A / Q9D6R2; adj.p value: 0.65154

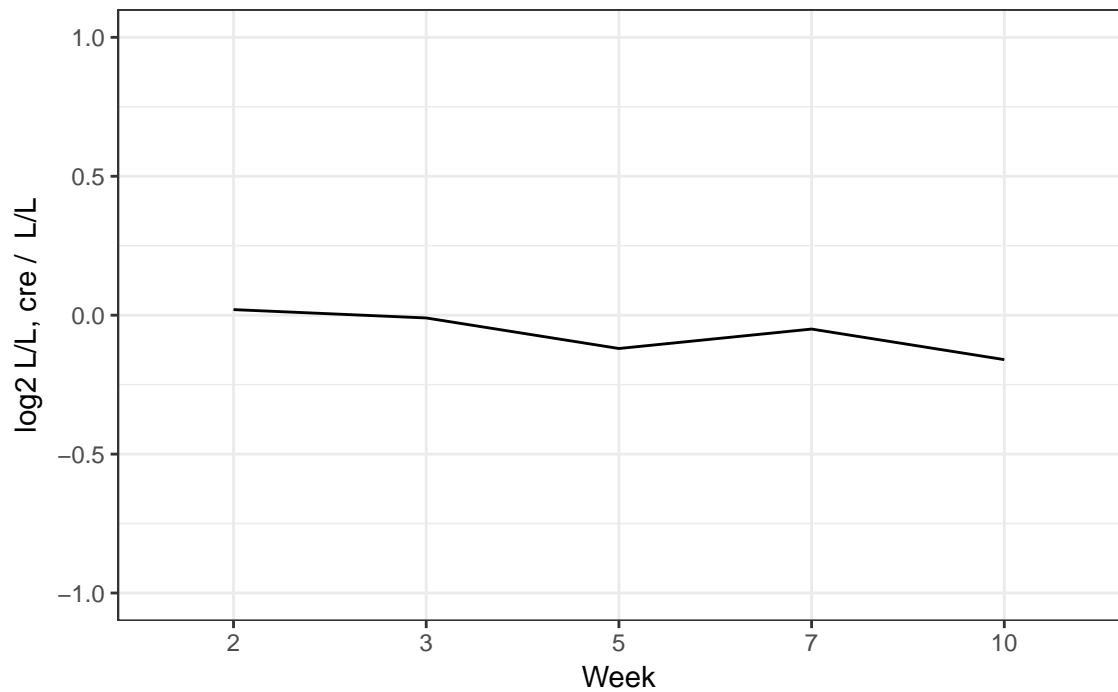

IDH3B / Q91VA7; adj.p value: 0.60311

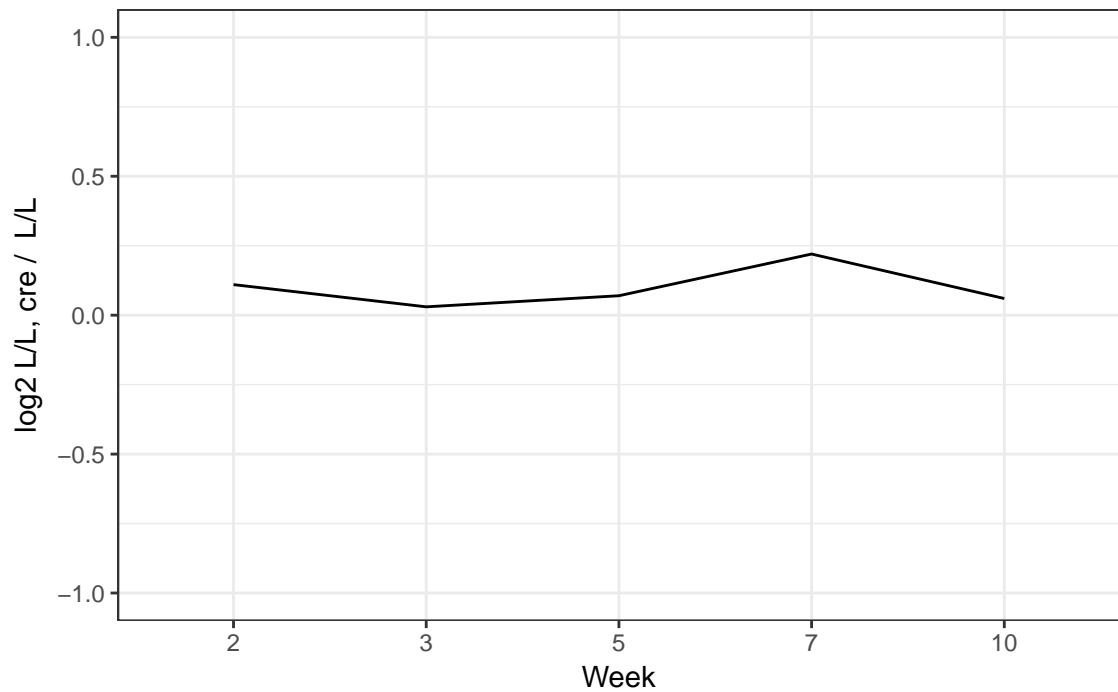

IDH3G / P70404; adj.p value: 0.94963

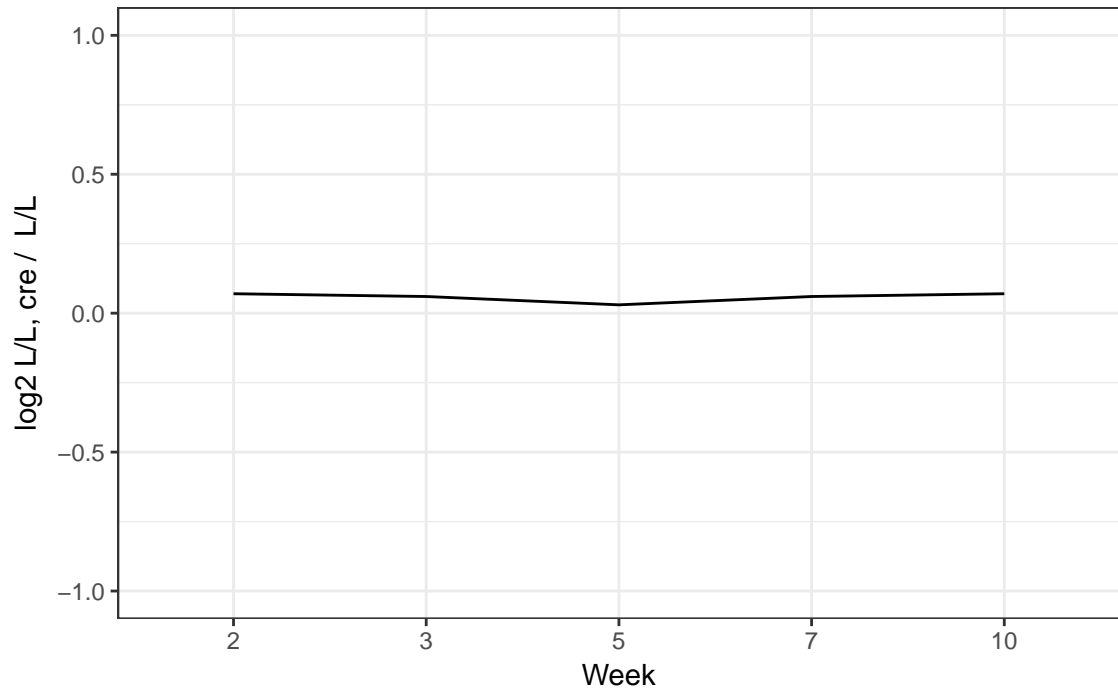

IMMT / E9Q800; adj.p value: 0.71404

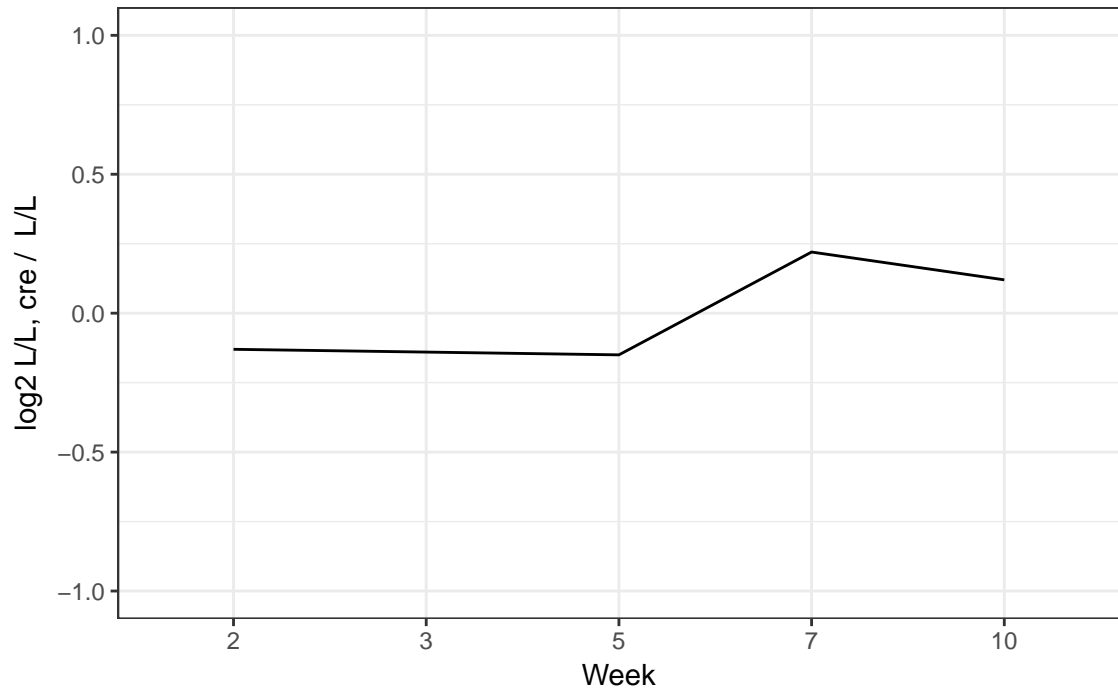

IMMT / Q8CAQ8-2; adj.p value: 0.51032

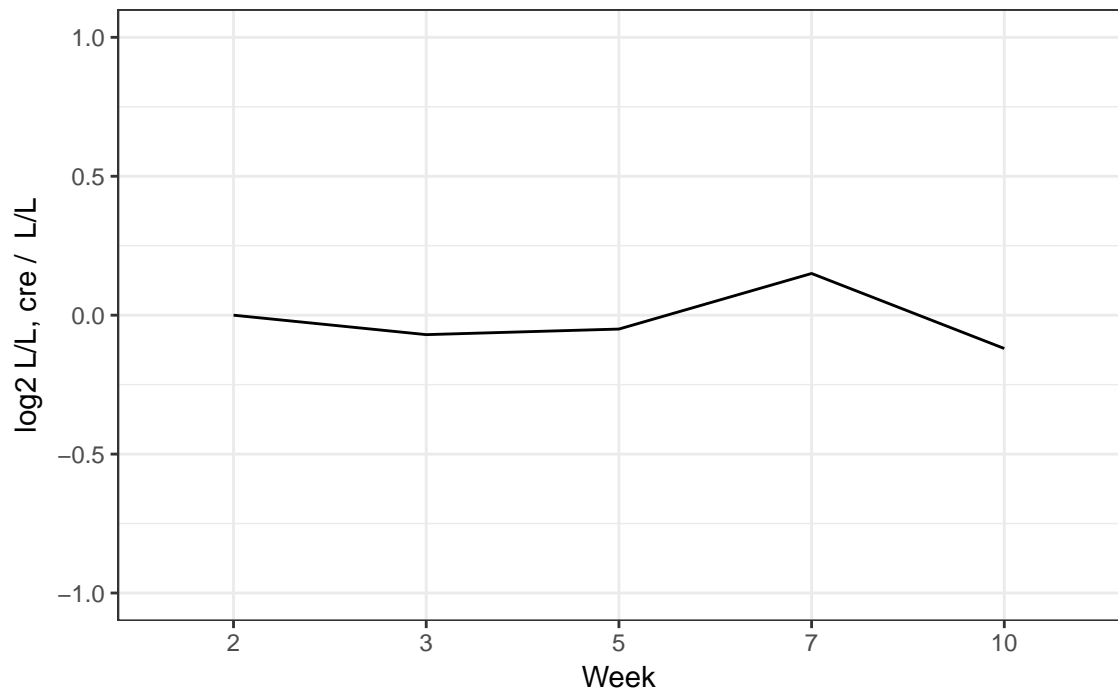

ISCA2 / Q9DCB8; adj.p value: 0.08068

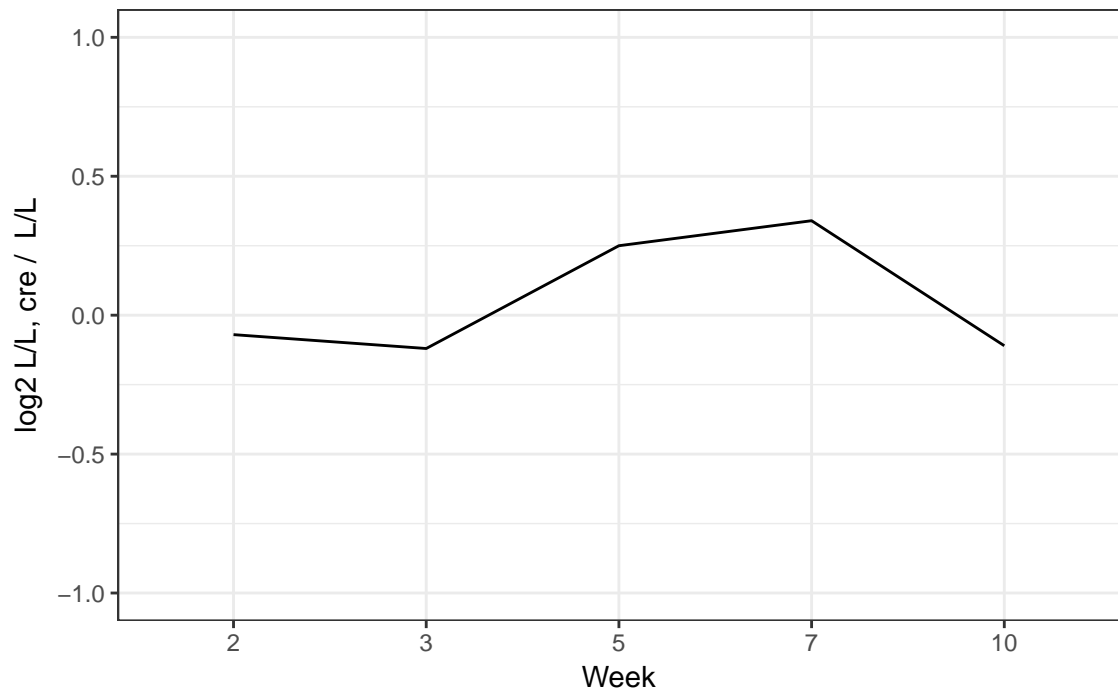

ISCU / Q9D7P6; adj.p value: 0.00014

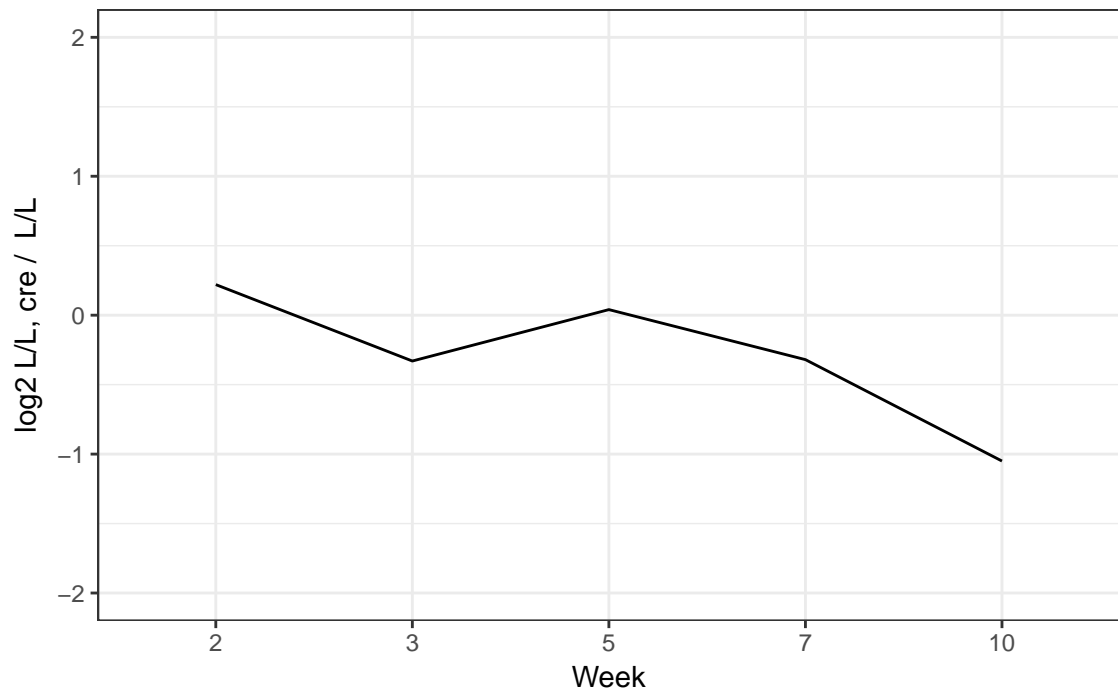

ISOC2A / P85094; adj.p value: 0.72368

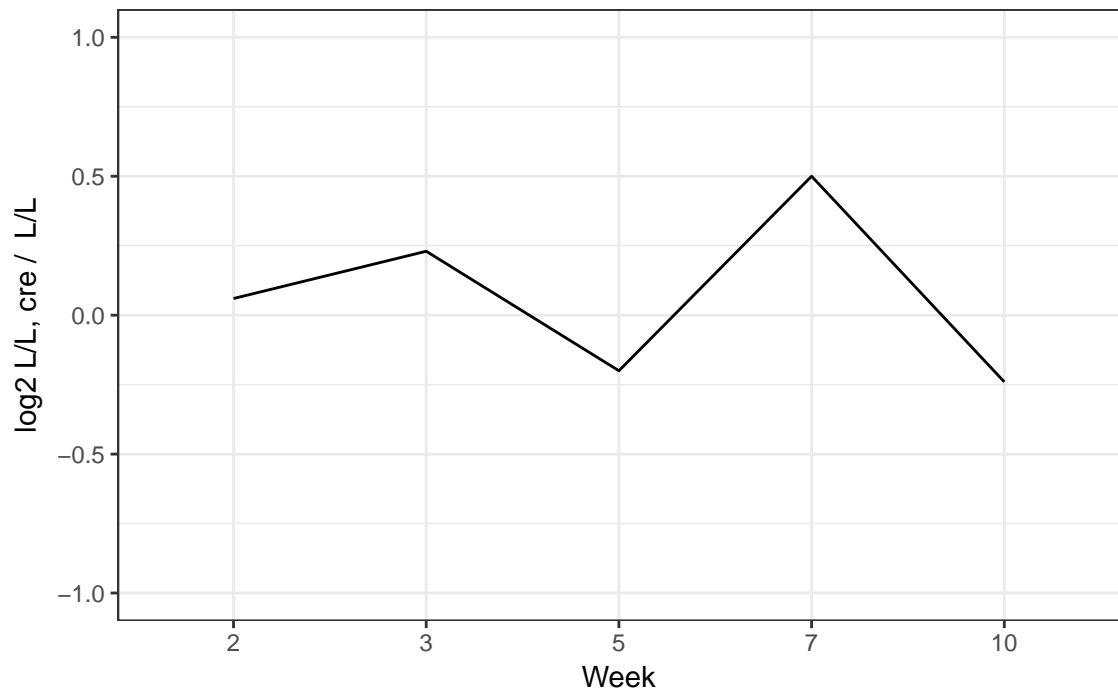

IVD / Q9JHI5; adj.p value: 0

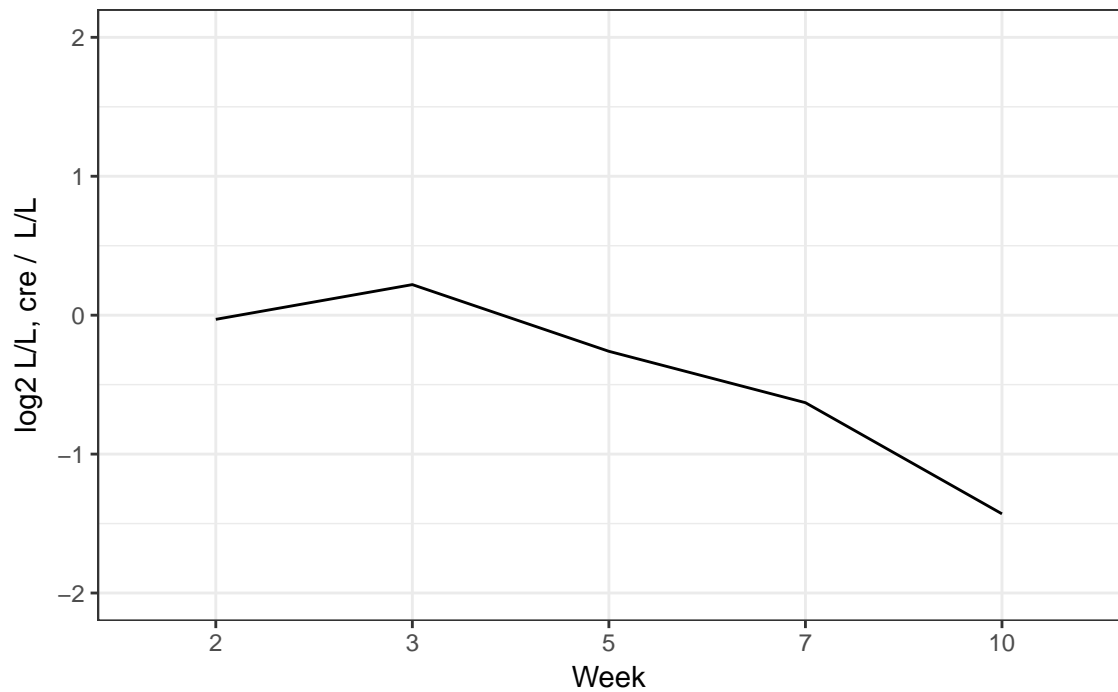

KARS / Q8R2P8; adj.p value: 0.08167

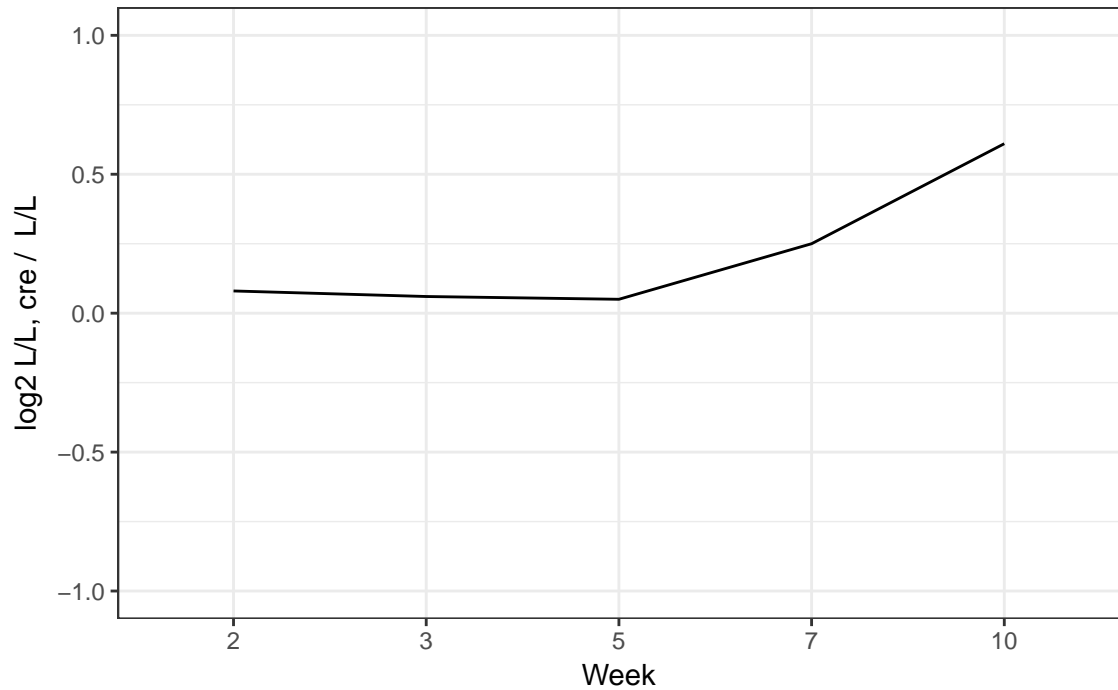

KIAA0391 / Q8JZY4; adj.p value: 0.27769

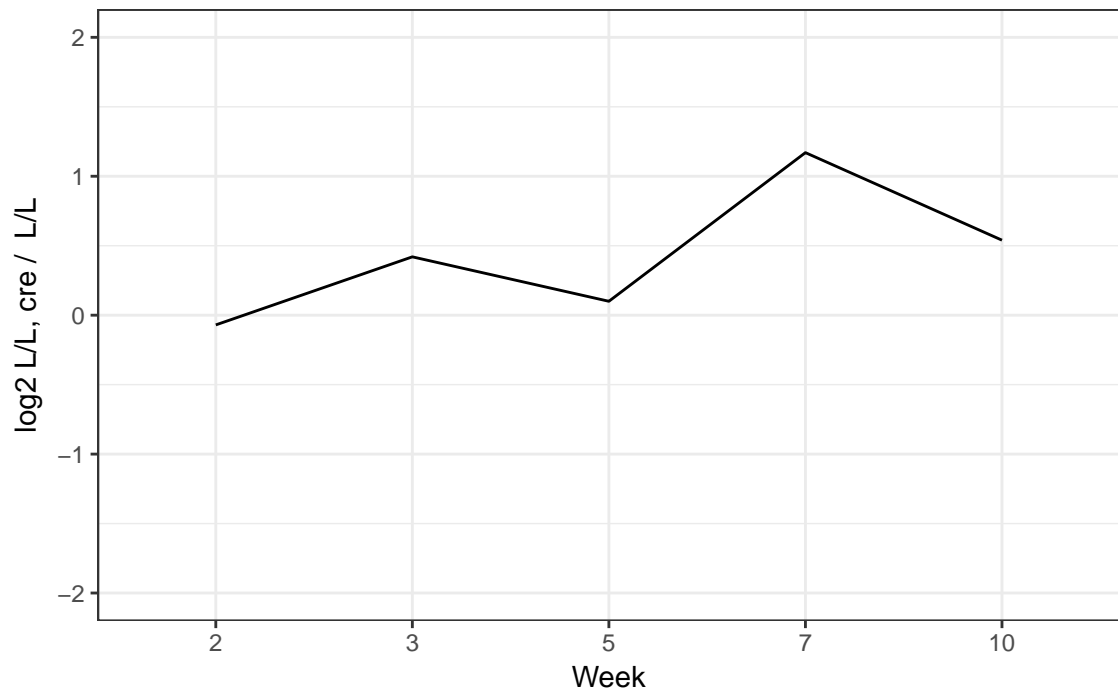

L2HGDH / Q91YP0; adj.p value: 0.17372

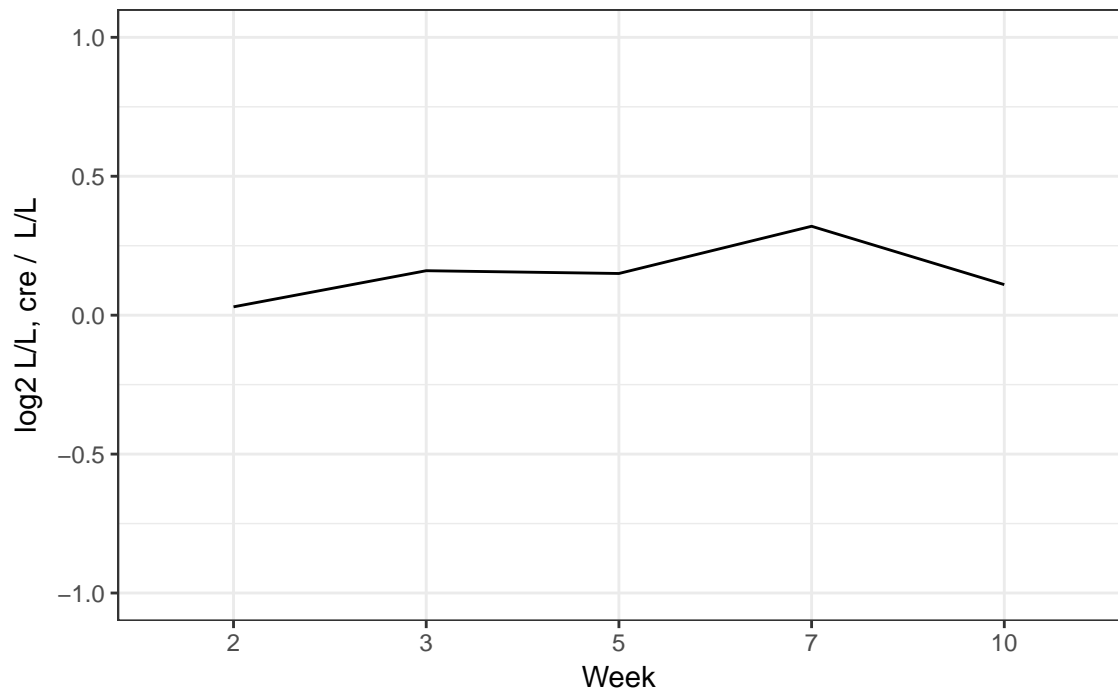

LACE1 / Q3V384; adj.p value: 0.00197

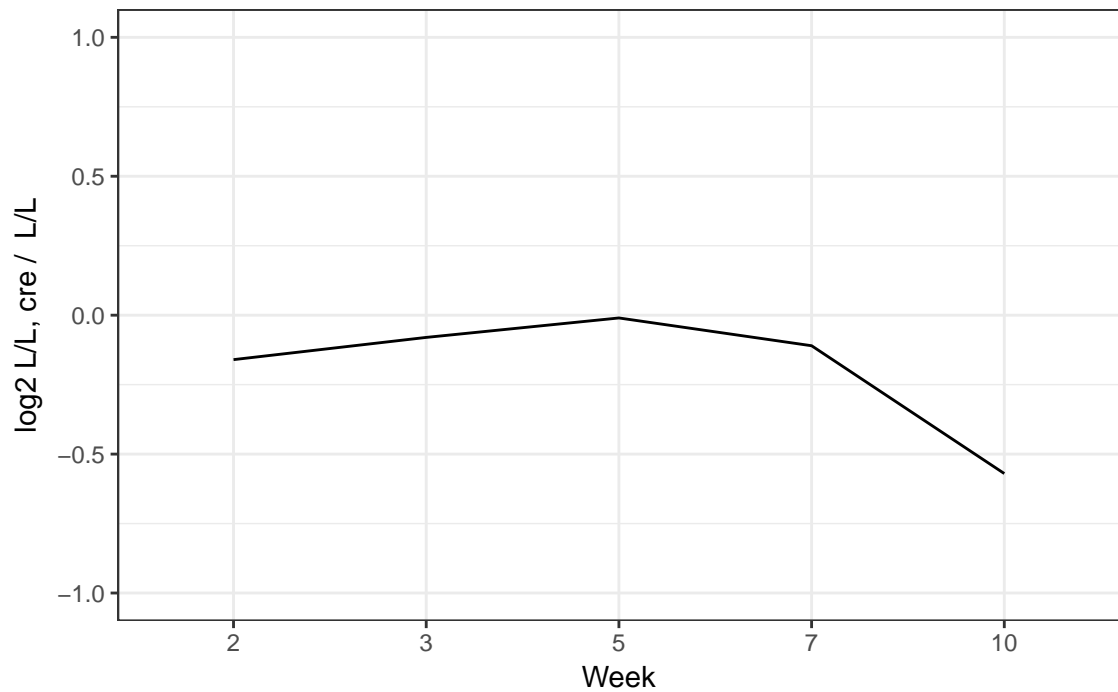

LACTB / Q9EP89; adj.p value: 0.03465

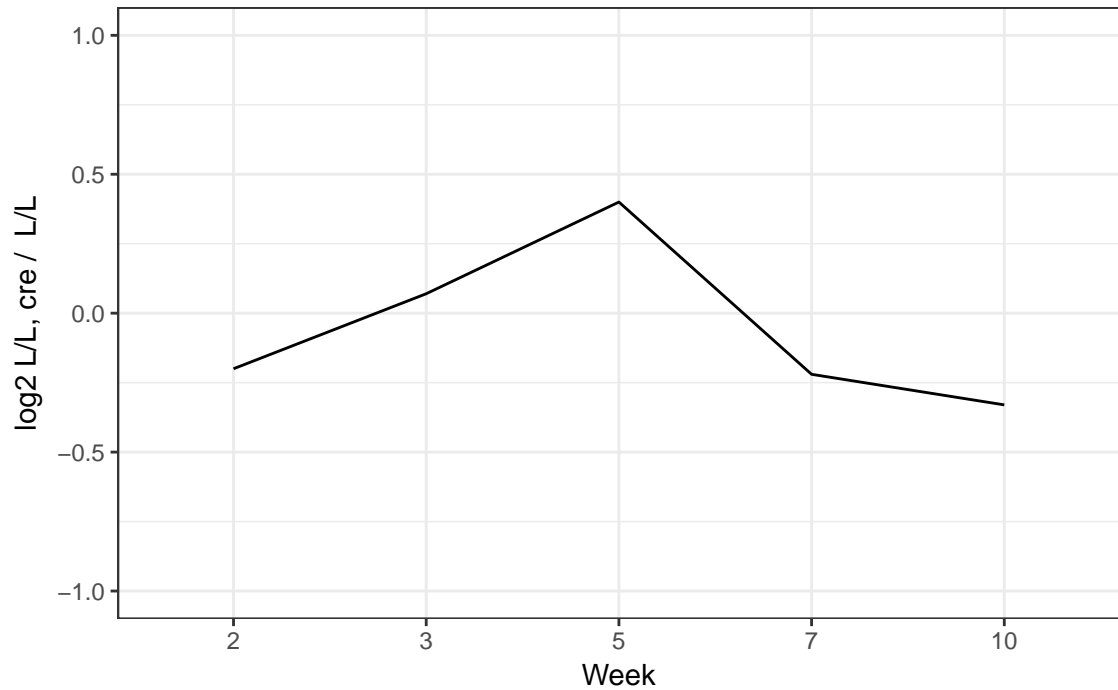

LAP3 / Q9CPY7; adj.p value: 0

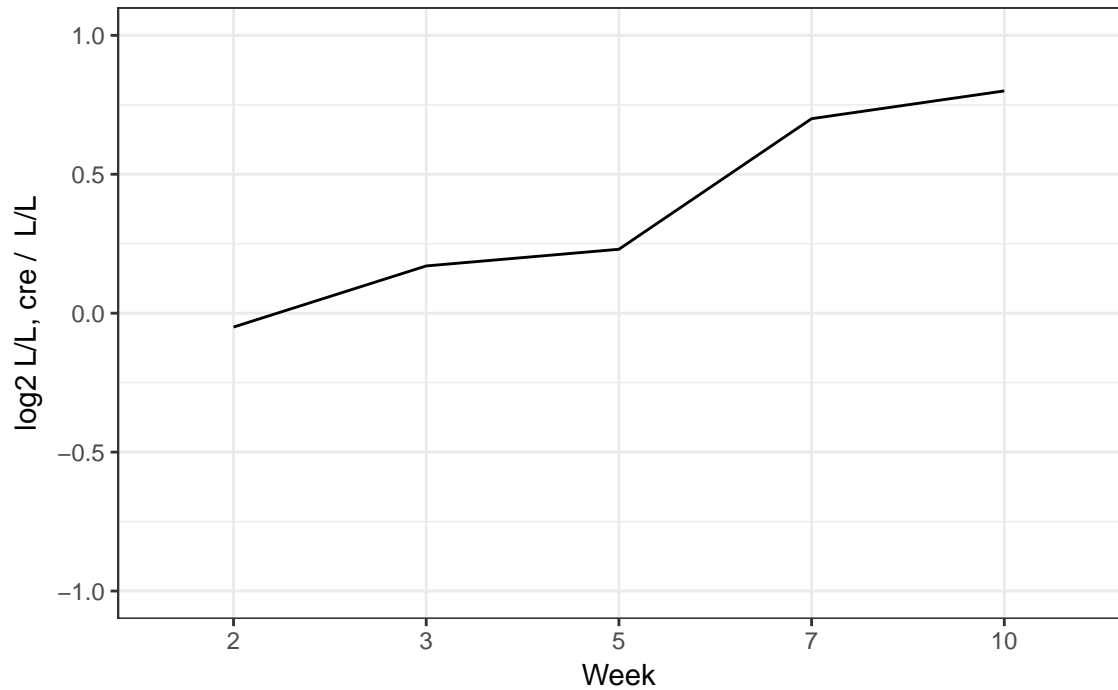

LARS2 / Q8VDC0; adj.p value: 0.00027

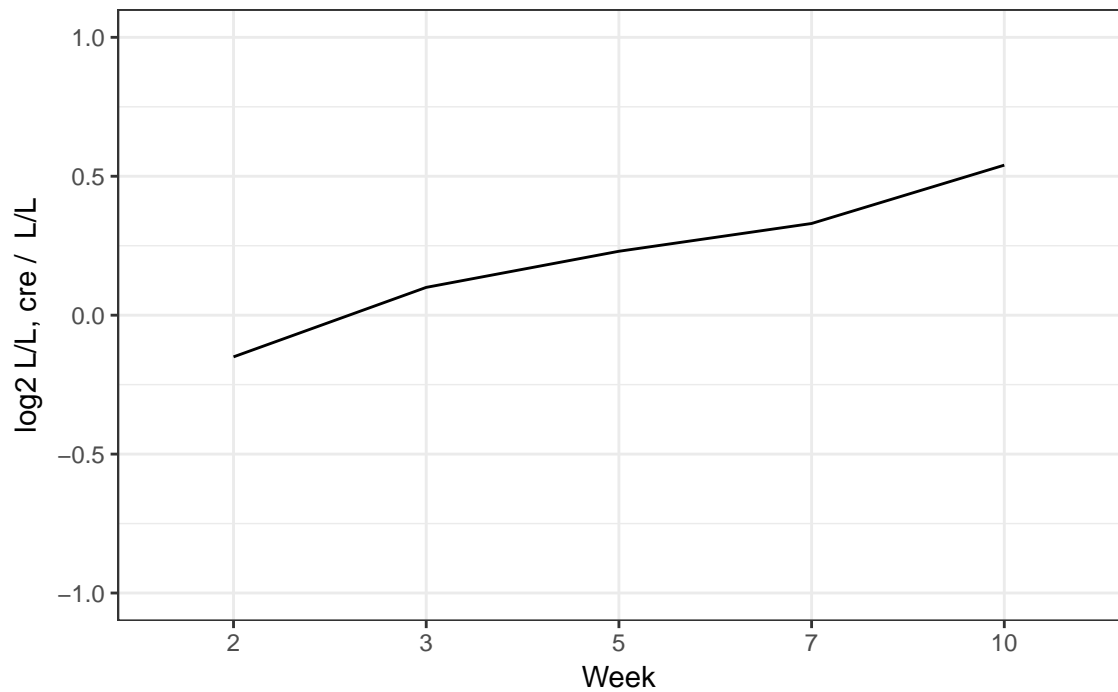

LDHD / Q7TNG8; adj.p value: 0.03465

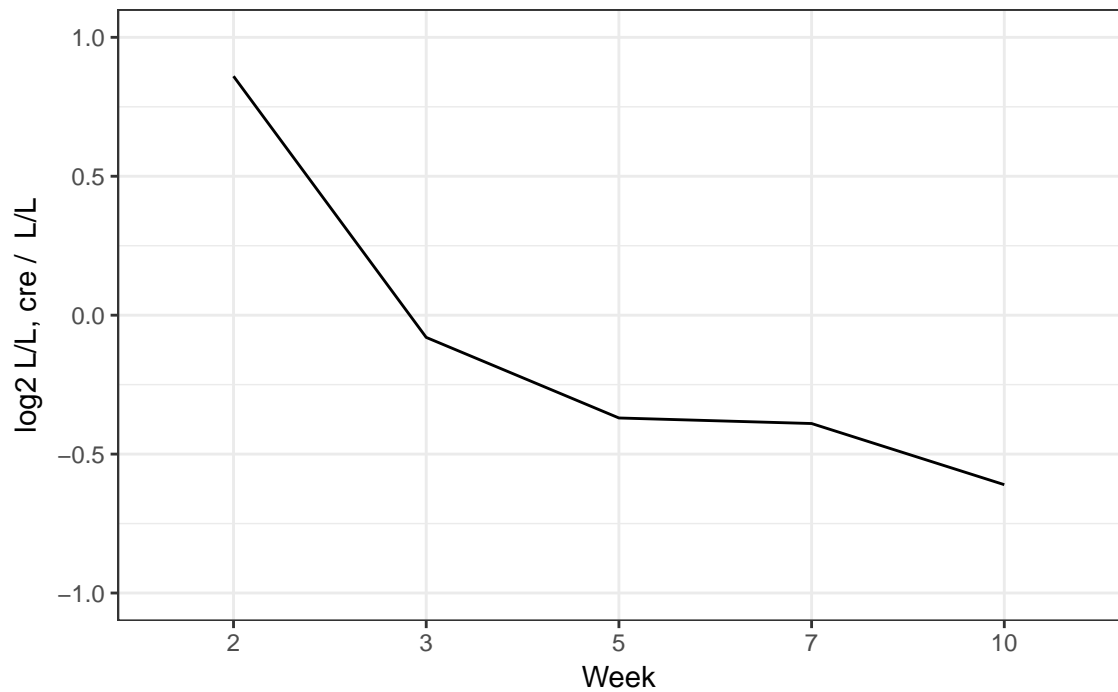

LETM1 / Q9Z2I0; adj.p value: 0.00037

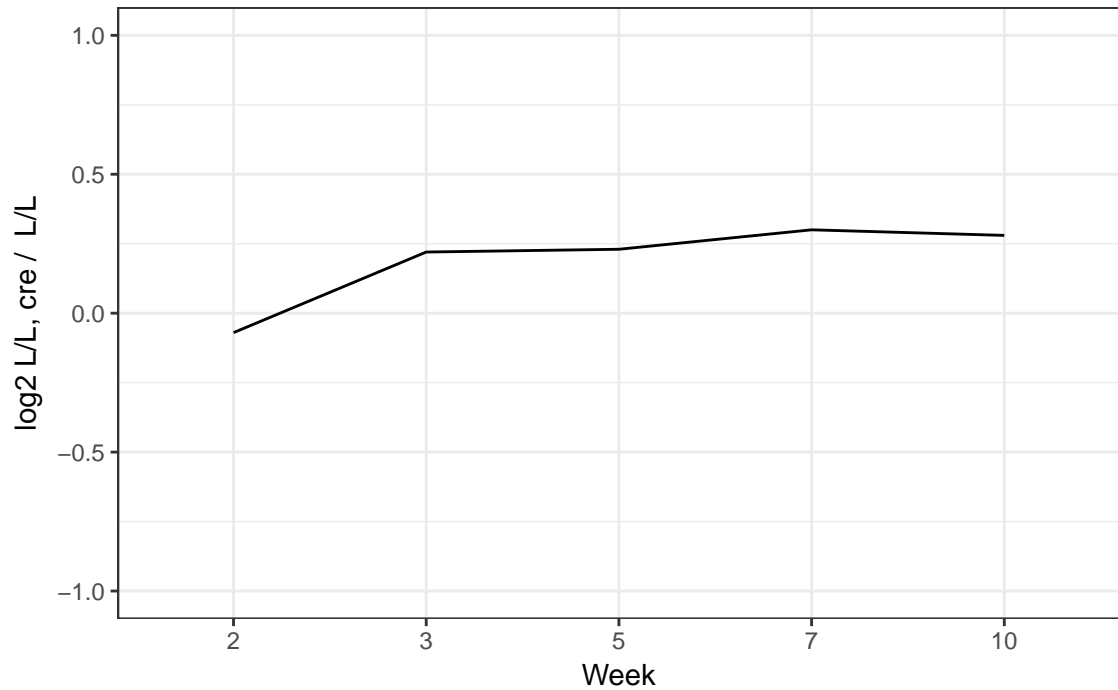

LETMD1 / Q924L1-2; adj.p value: 0.00327

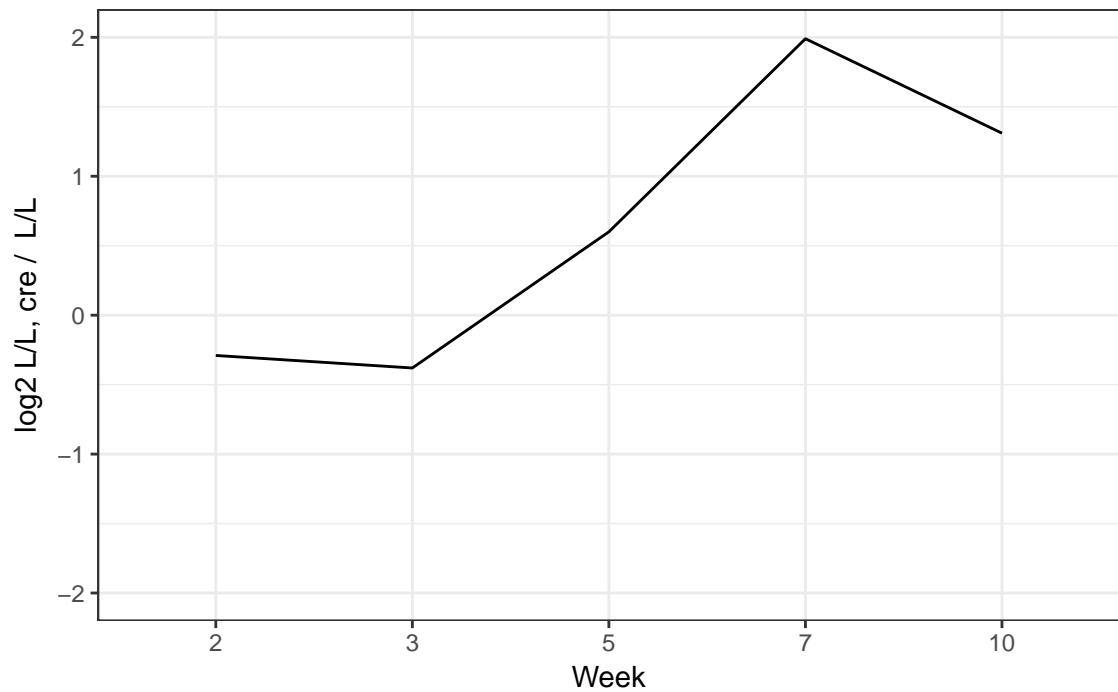

LIAS / Q99M04; adj.p value: 0.131

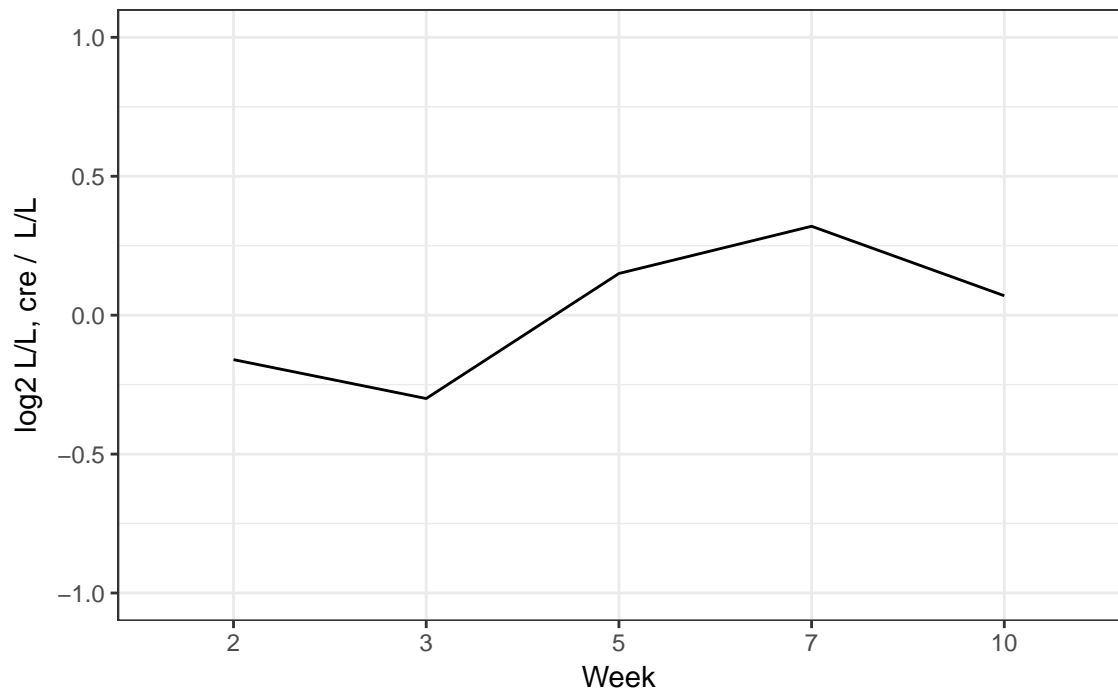

LIPT1 / Q8VCM4; adj.p value: 0.34658

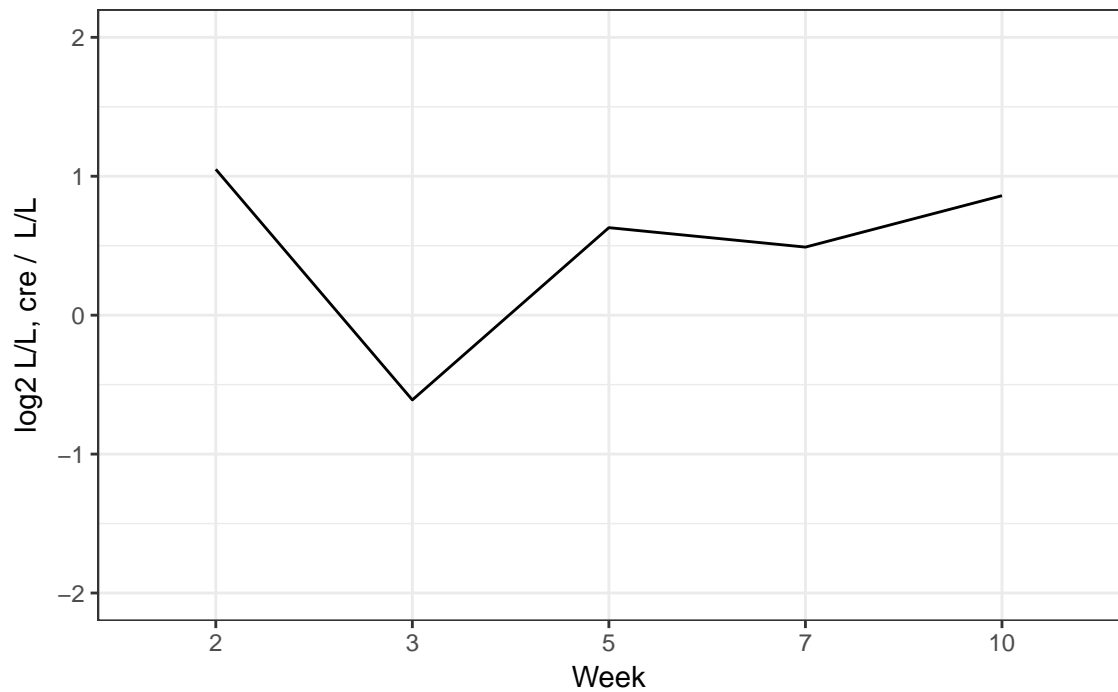

LIPT2 / Q9D009; adj.p value: 0.68319

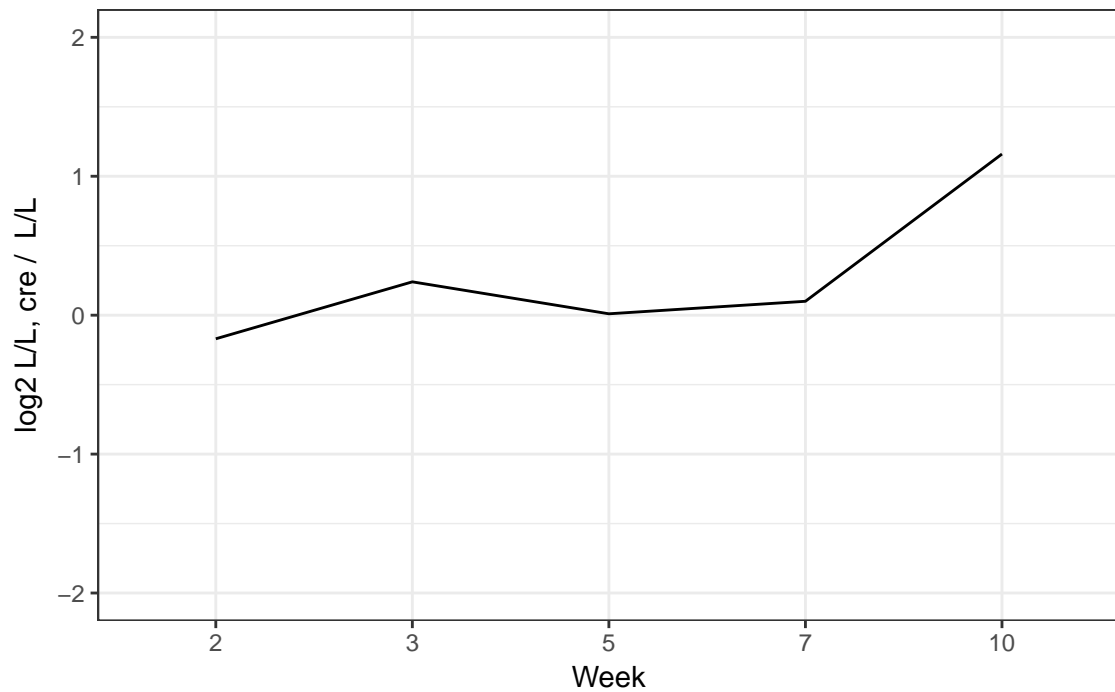

LONP1 / Q8CGK3; adj.p value: 0

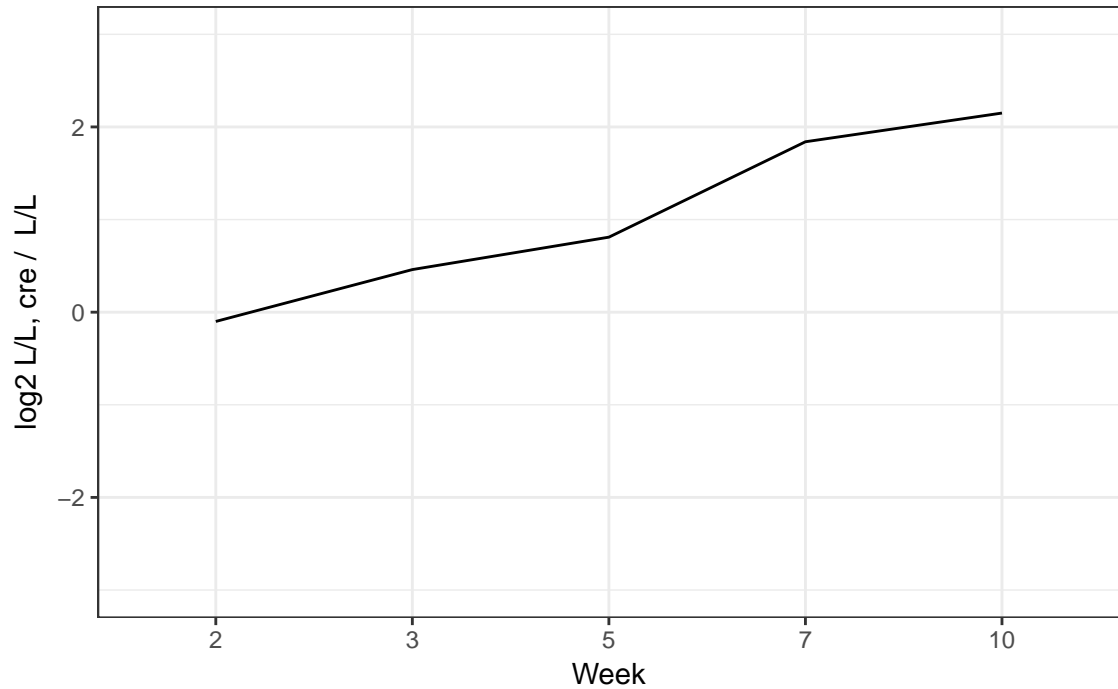

LRPPRC / Q6PB66; adj.p value: 0

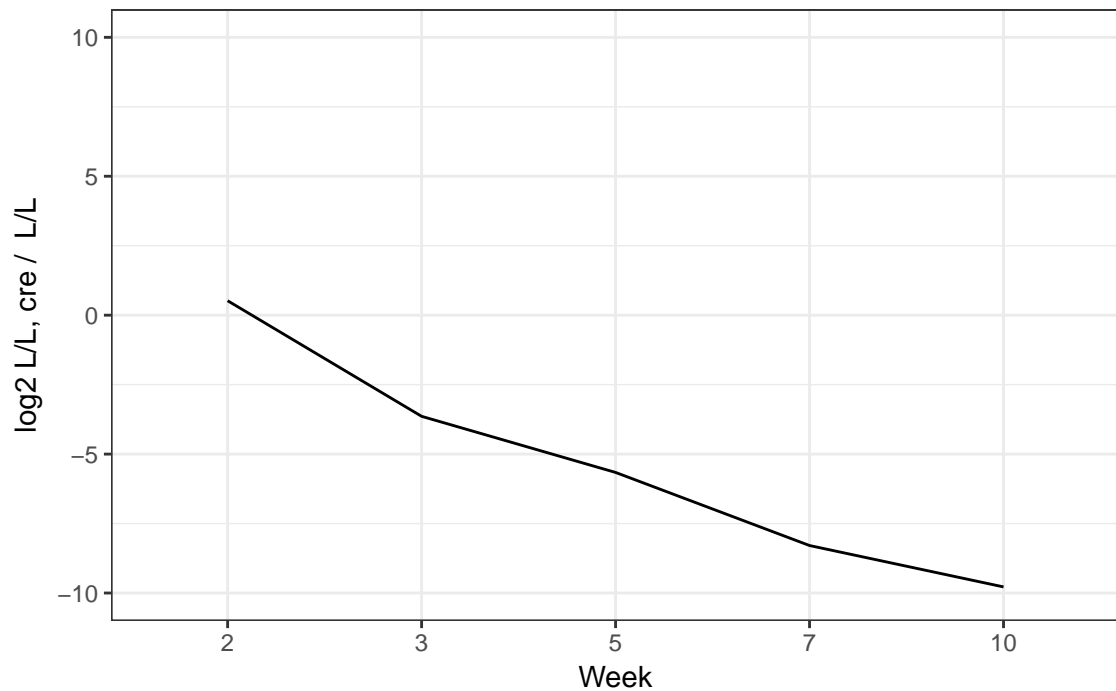

LYPLA1 / P97823; adj.p value: 0.88018

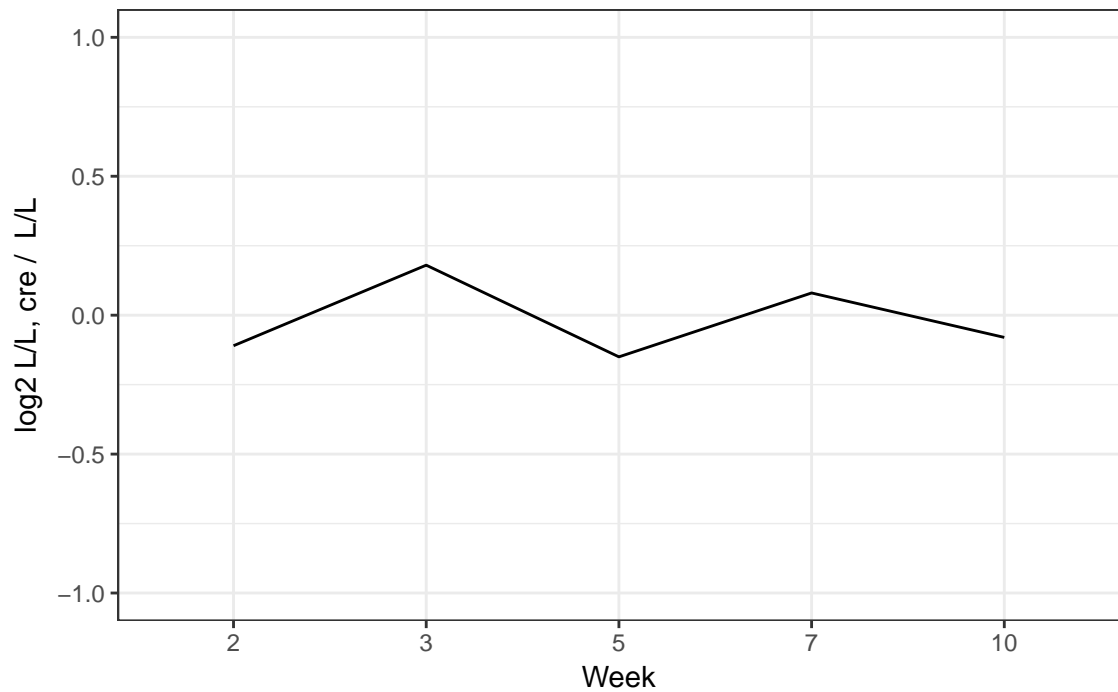

LYRM2 / Q8R033; adj.p value: 0

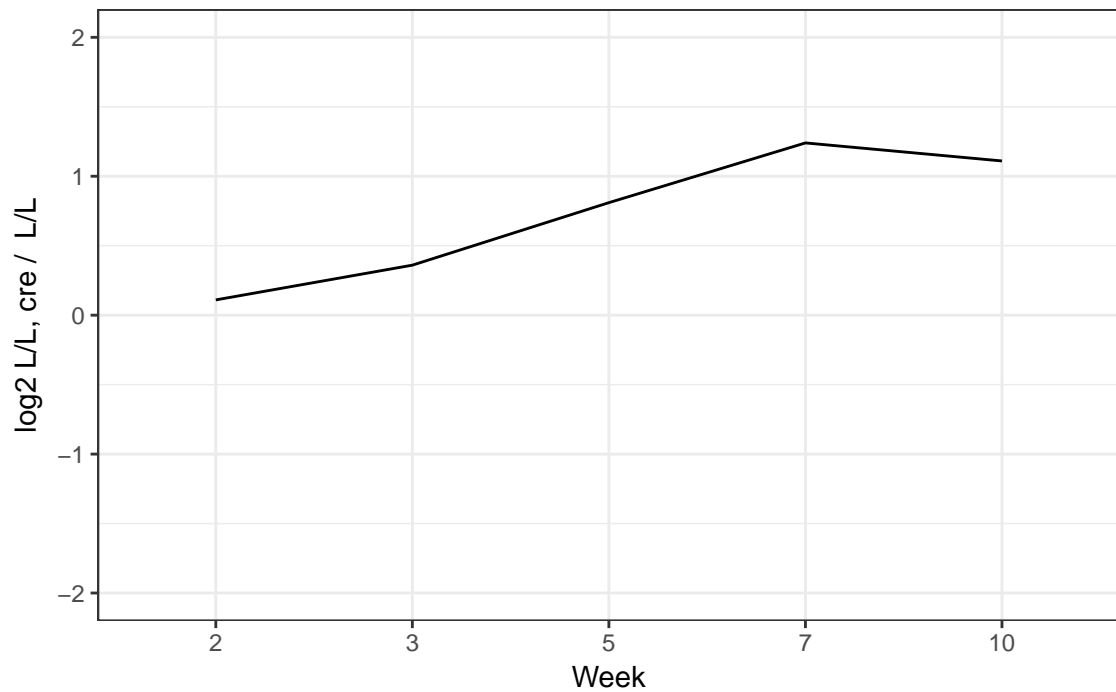

LYRM4 / Q8K215; adj.p value: 0.02337

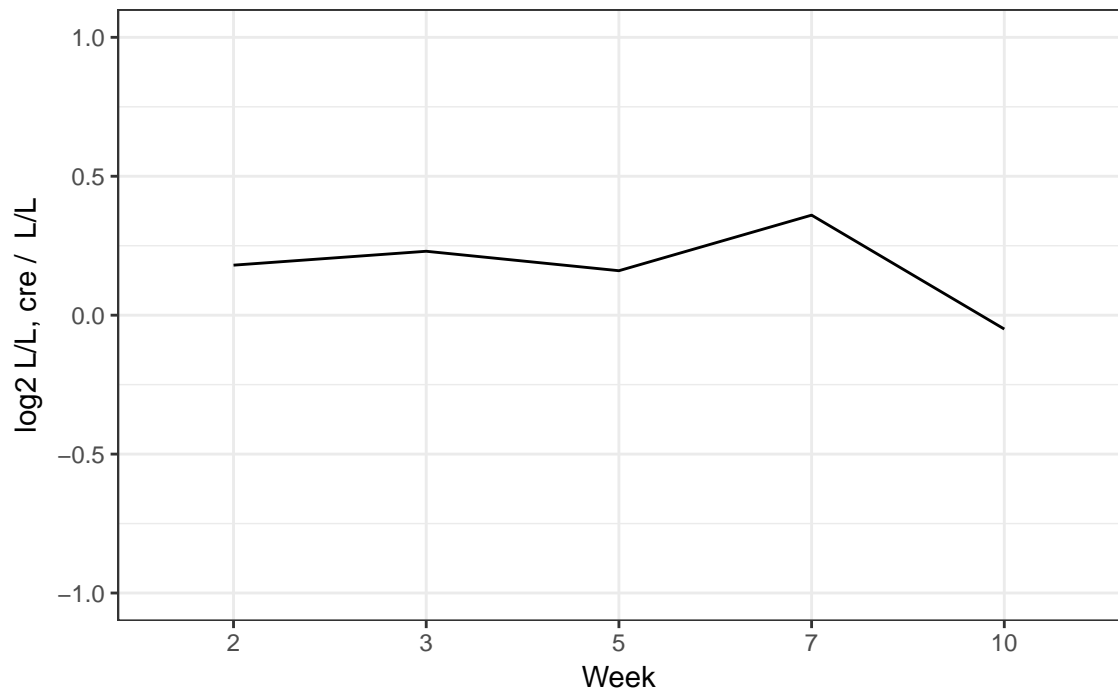

LYRM5 / Q91V16; adj.p value: 0.03079

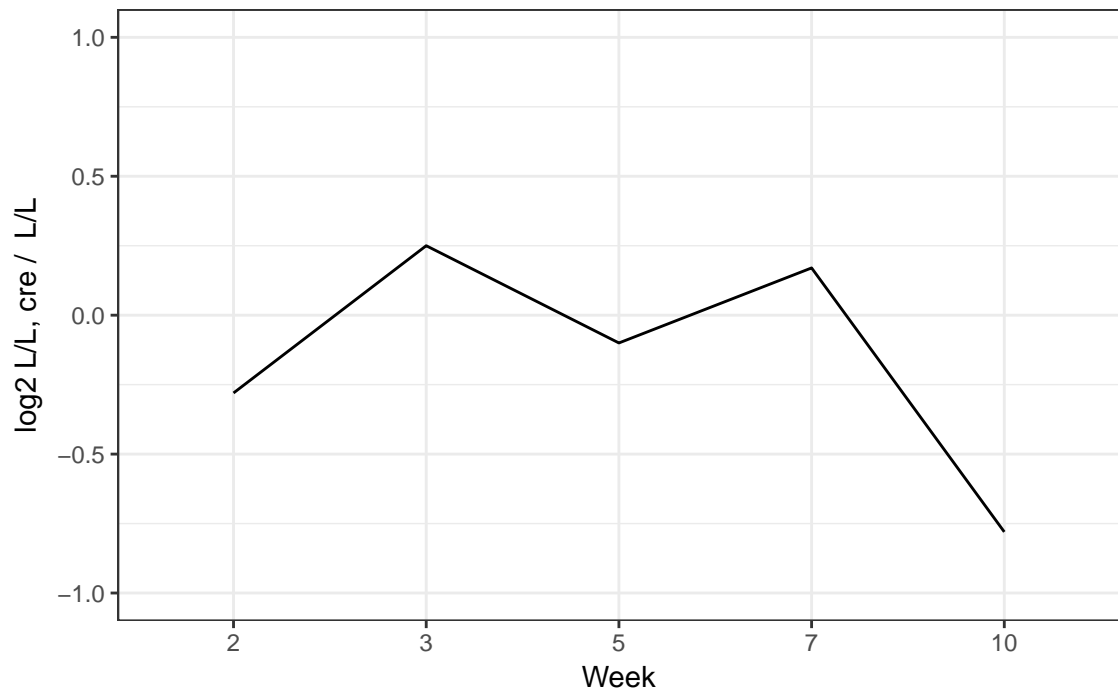

LYRM7 / Q9DA03; adj.p value: 0.75384

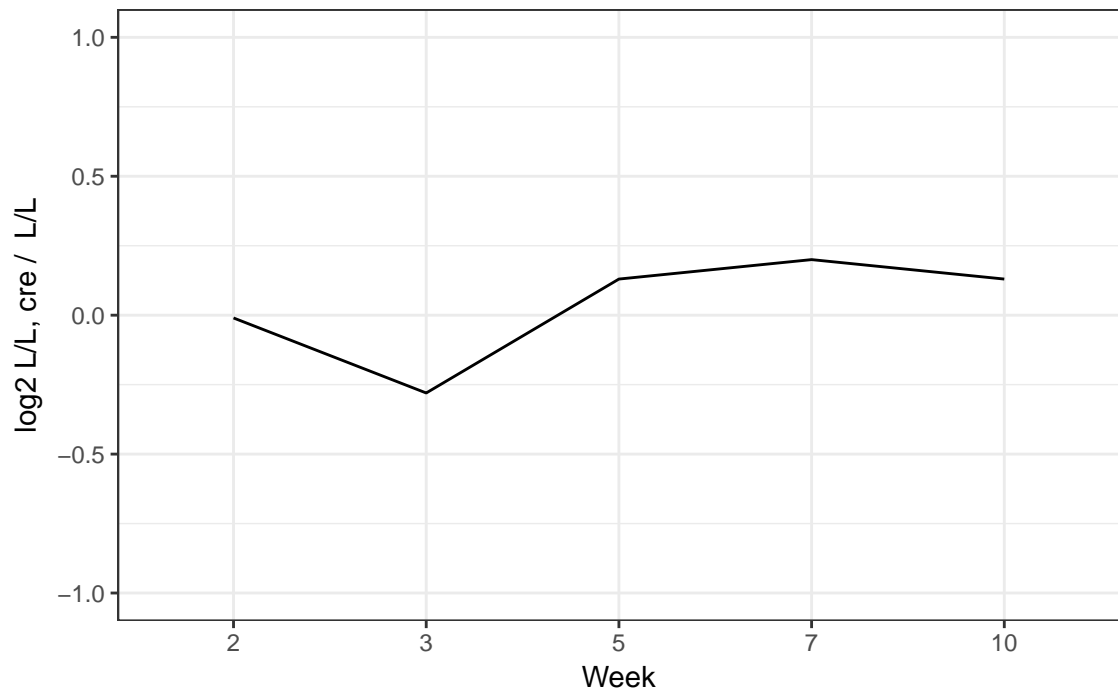

MACROD1 / Q922B1; adj.p value: 0.01147

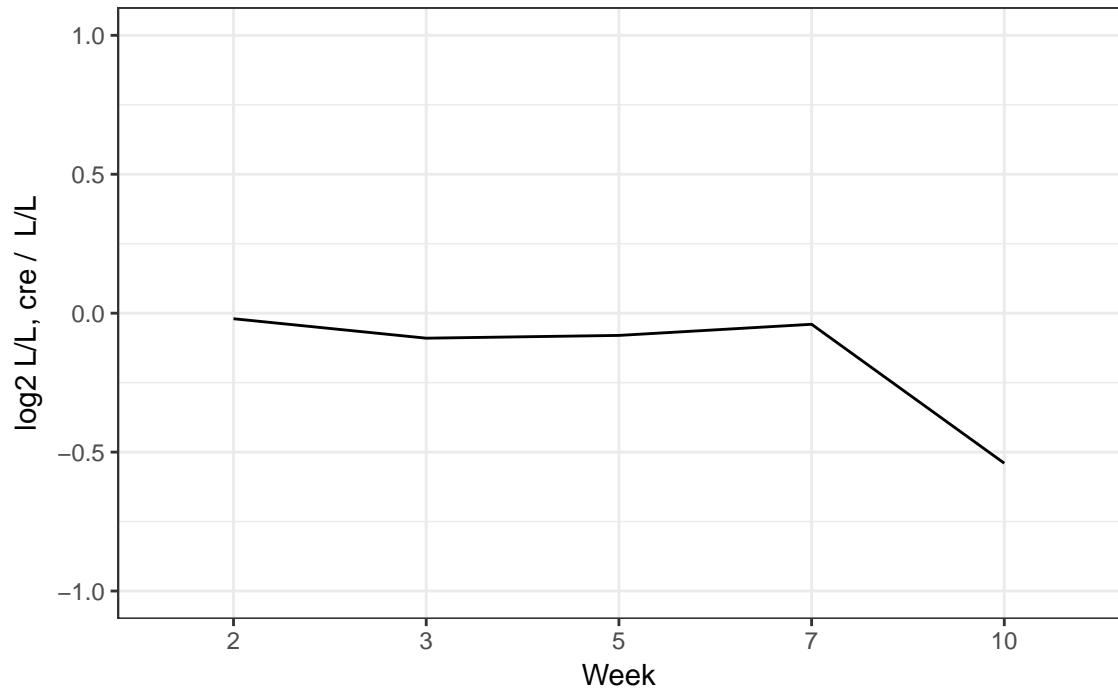

MALSU1 / F7ASG0; adj.p value: 0.00146

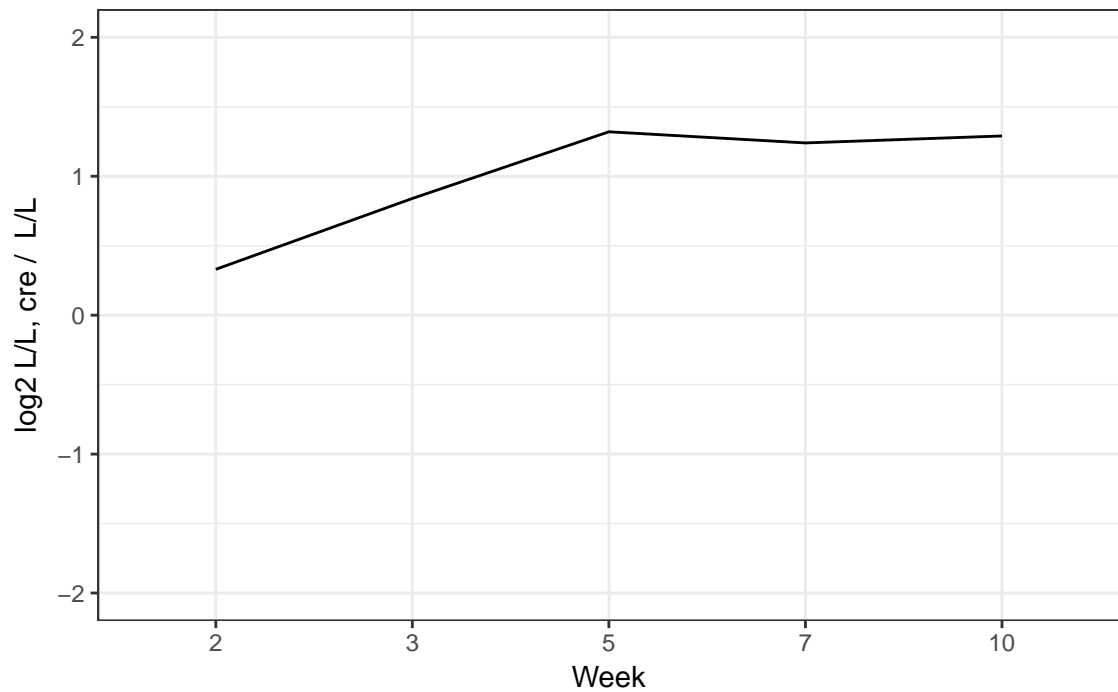

MAOA / Q64133; adj.p value: 0

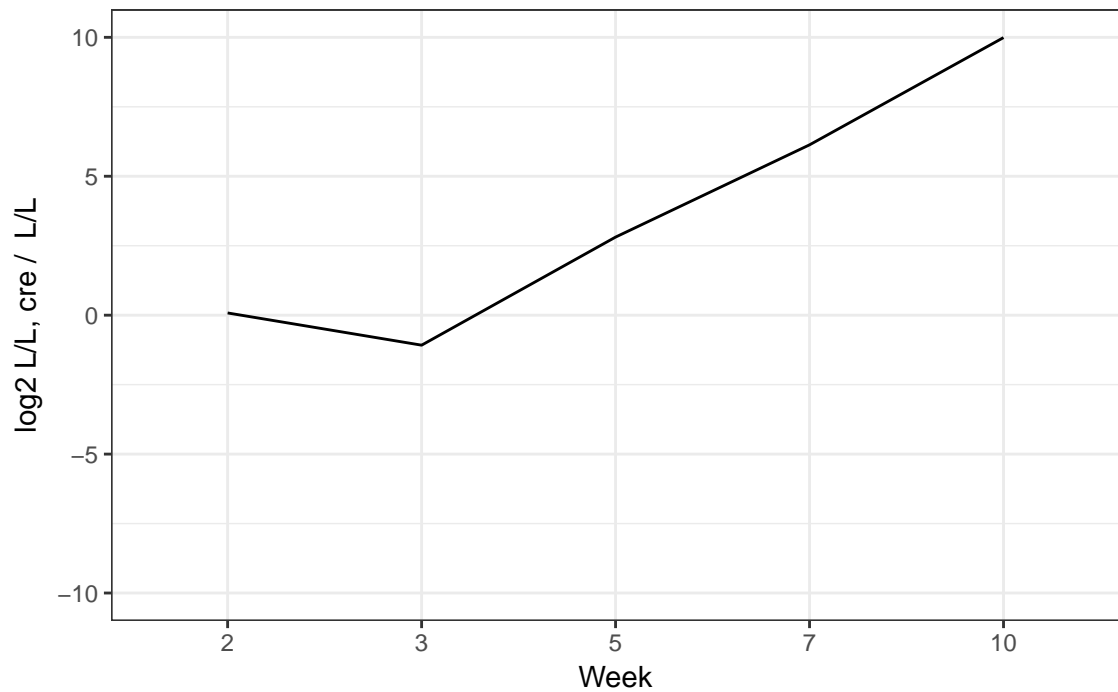

MAOB / Q8BW75; adj.p value: 0.03482

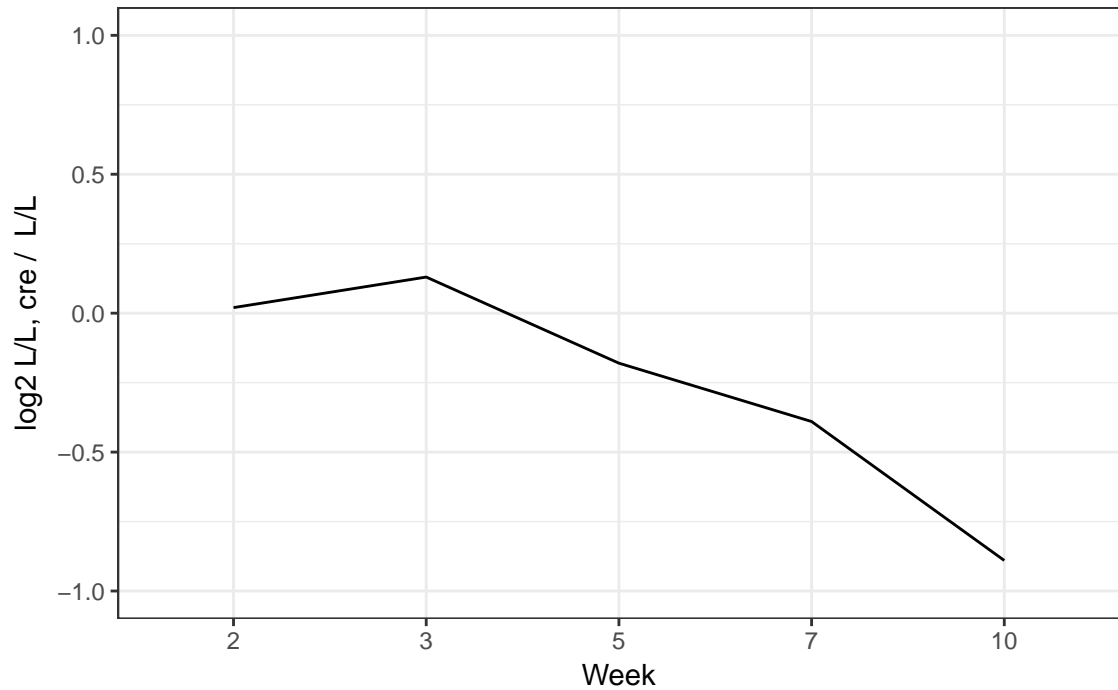

MARC2 / Q922Q1; adj.p value: 0.23245

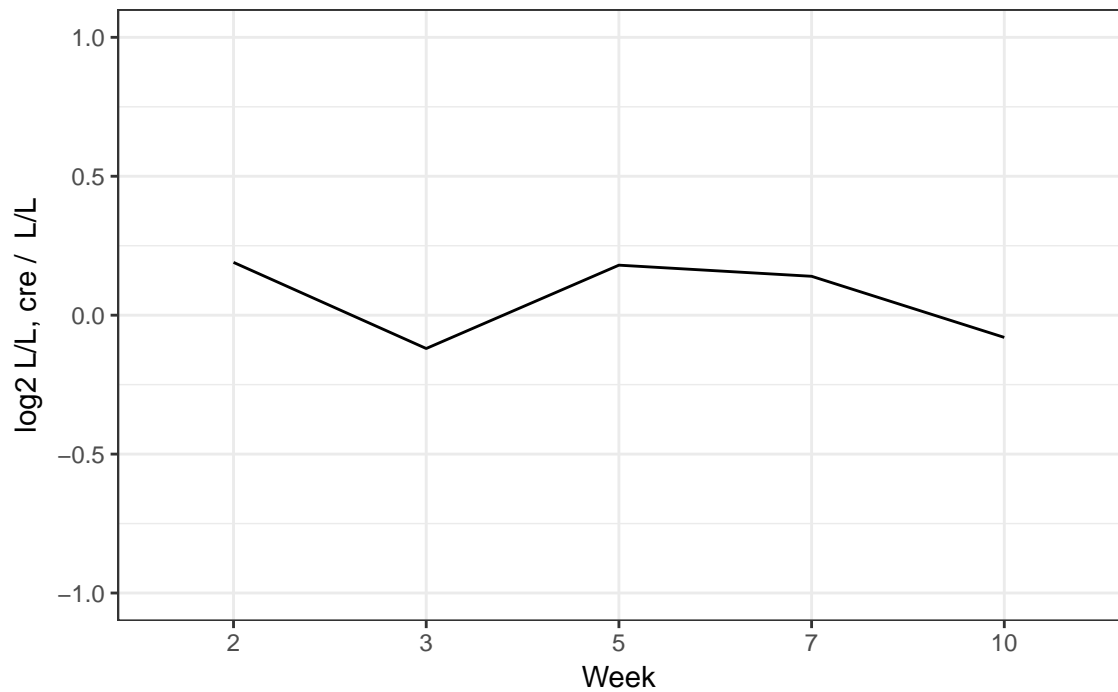

MARCH5 / Q3KNM2; adj.p value: 0.09457

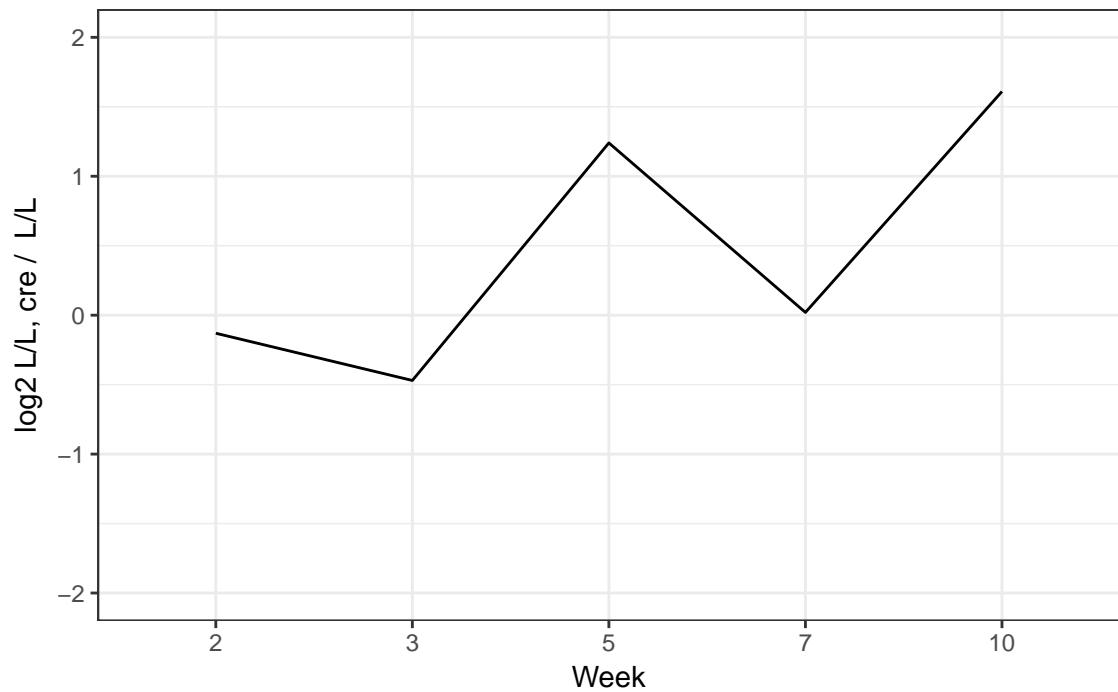

MARS2 / Q499X9; adj.p value: 0.44047

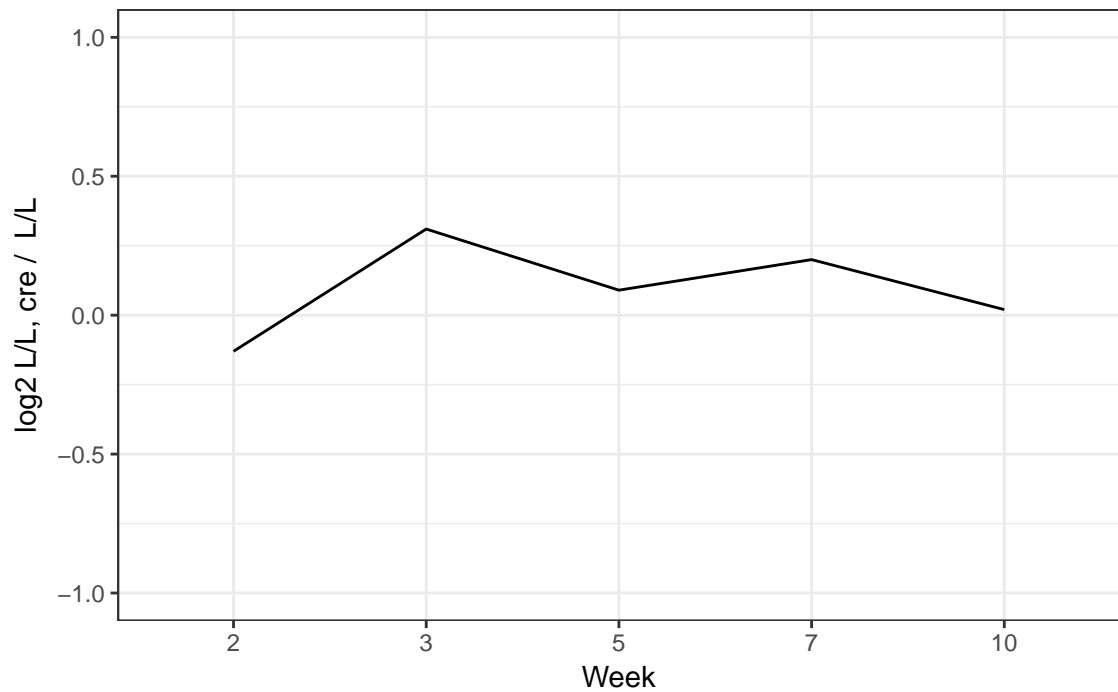

MAVS / Q8VCF0; adj.p value: 0.06105

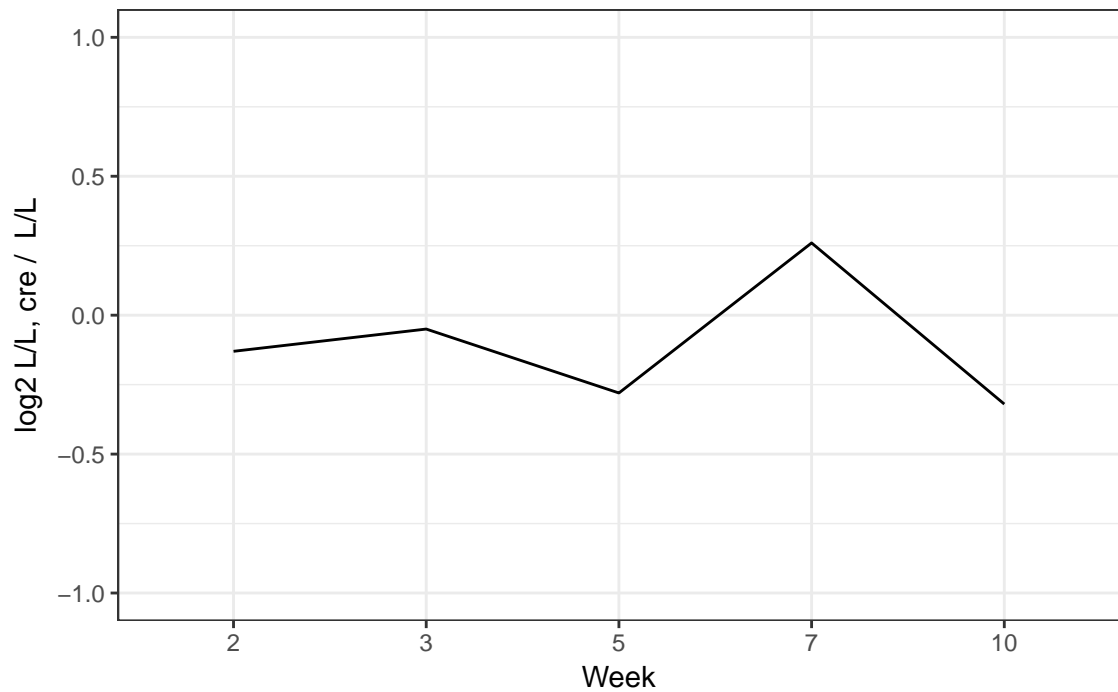

MCAT / Q8R3F5; adj.p value: 0.0023

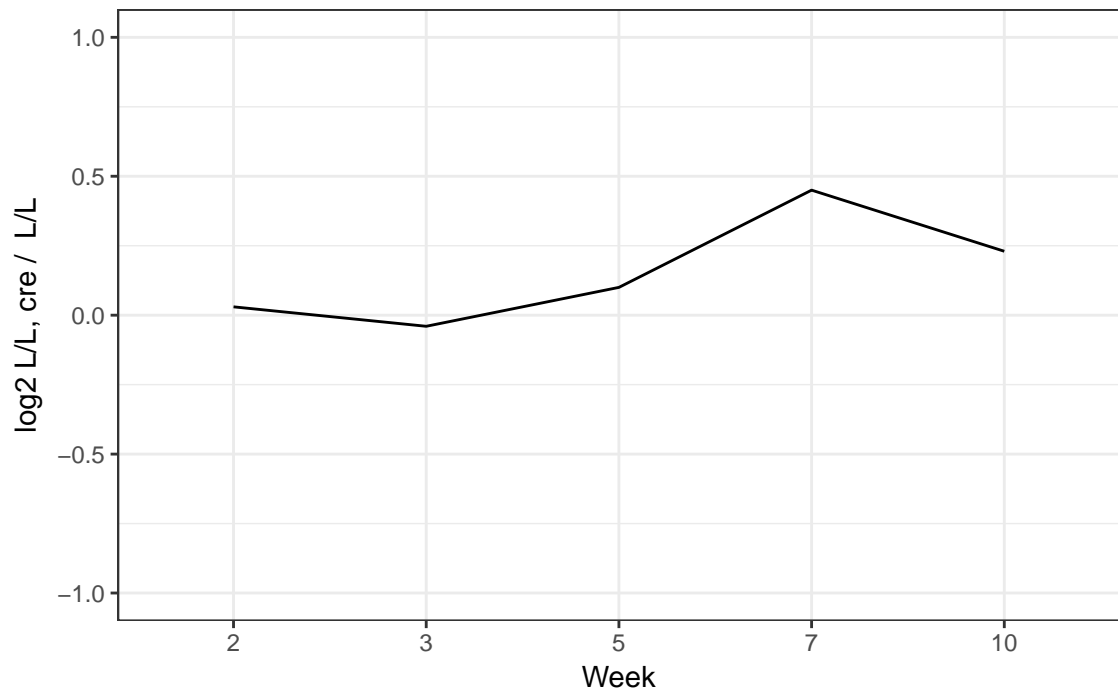

MCCC1 / Q99MR8; adj.p value: 0.04638

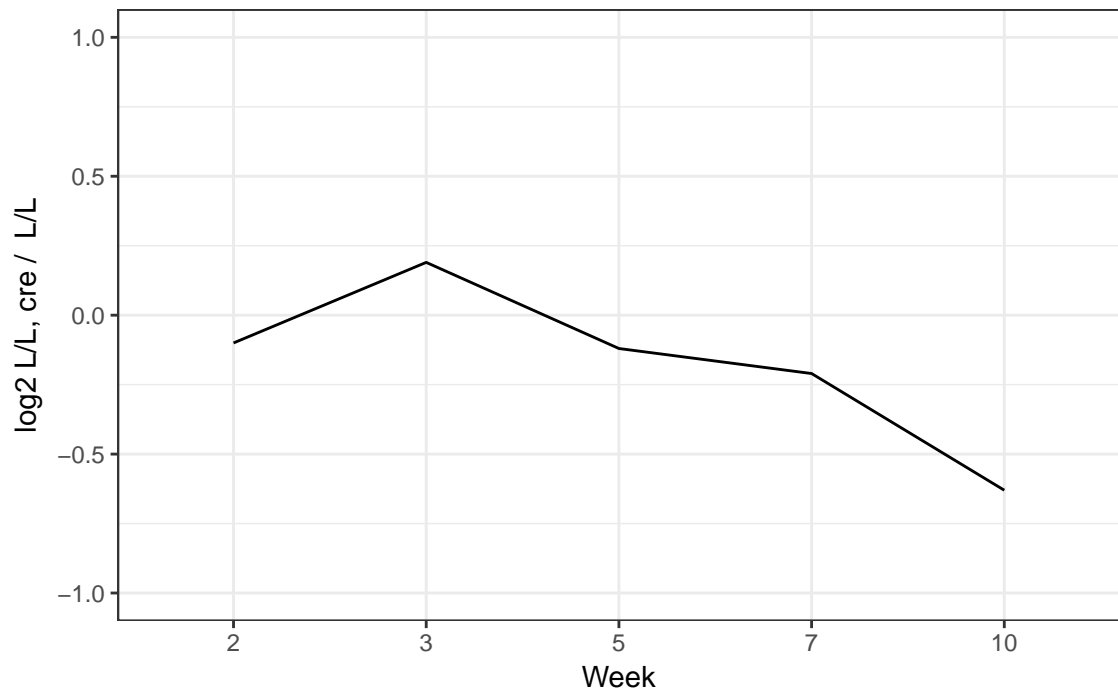

MCCC2 / Q3ULD5; adj.p value: 0.00044

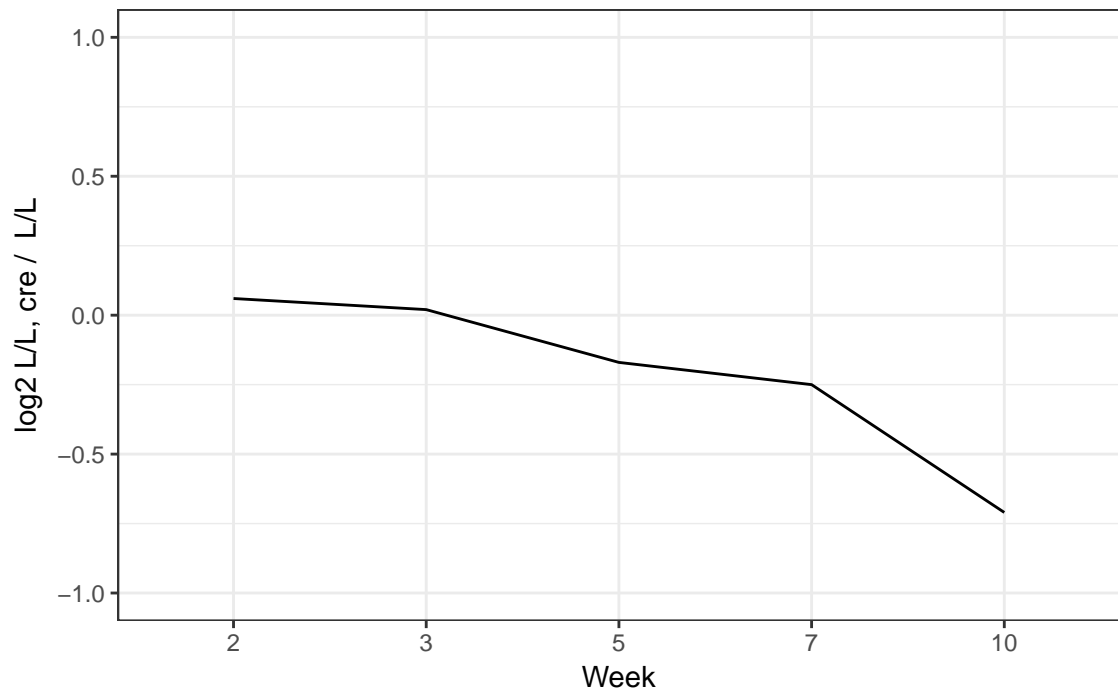

MCEE / Q9D1I5; adj.p value: 0

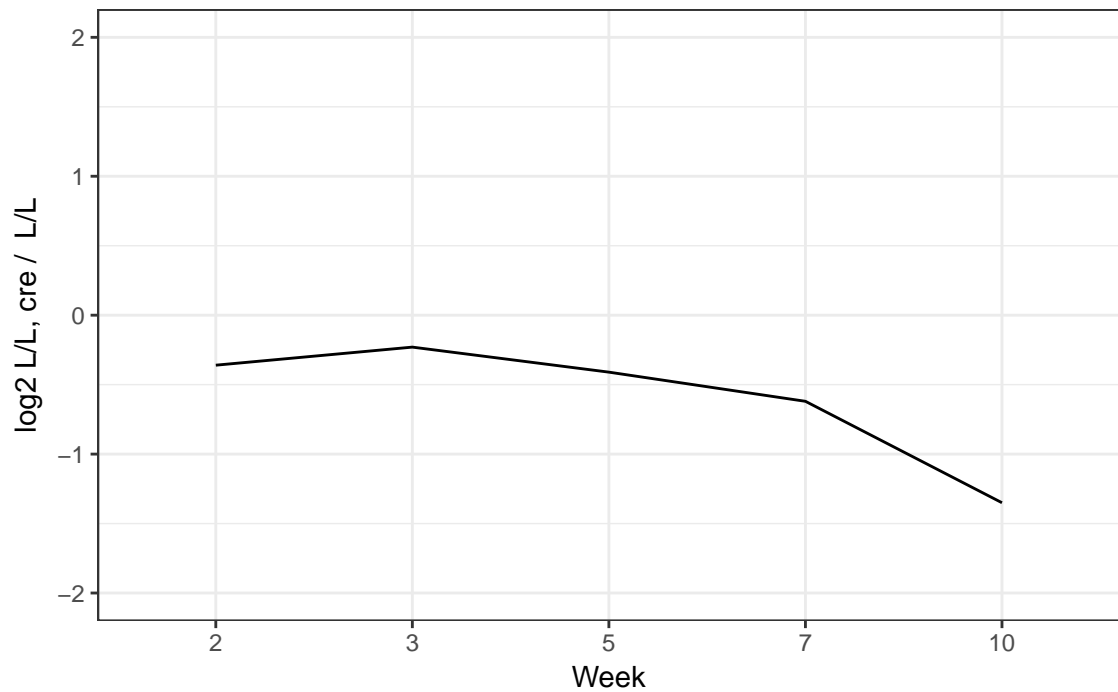

MCU / Q3UMR5; adj.p value: 0

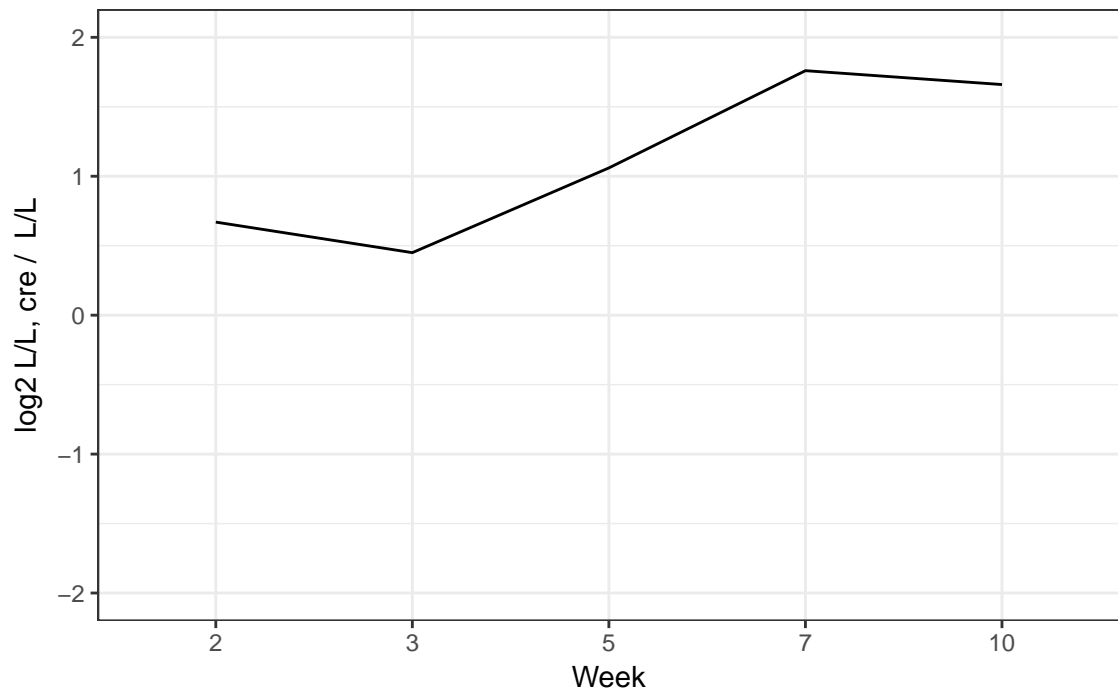

MCUR1 / Q9CXD6; adj.p value: 5e-05

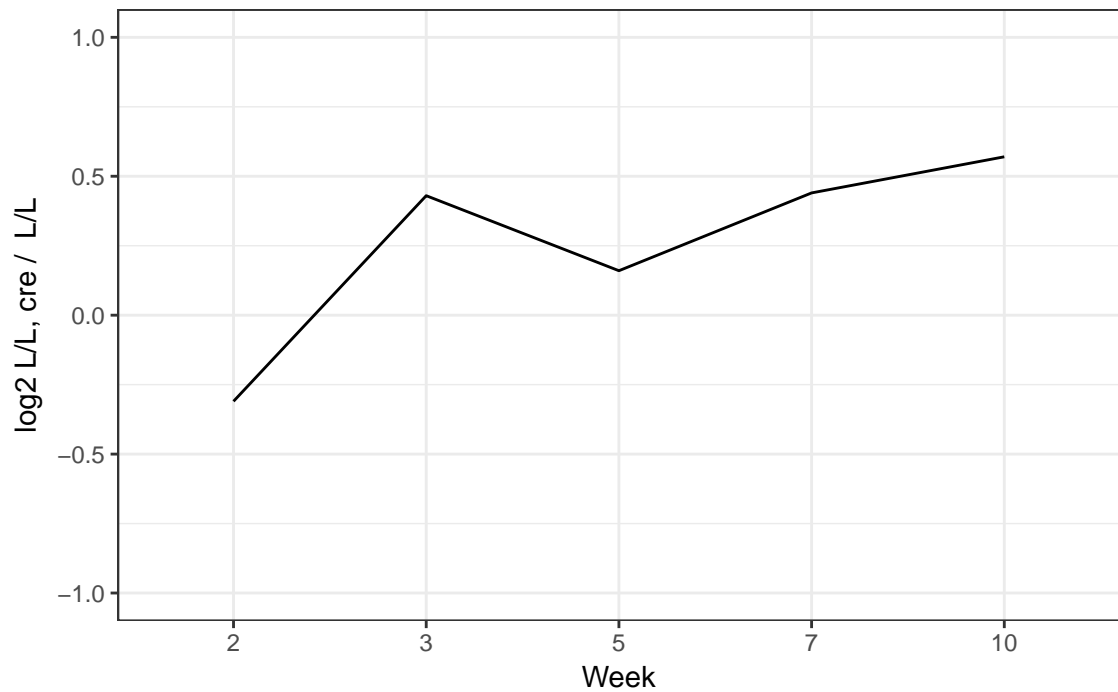

MDH1 / P14152; adj.p value: 0.08212

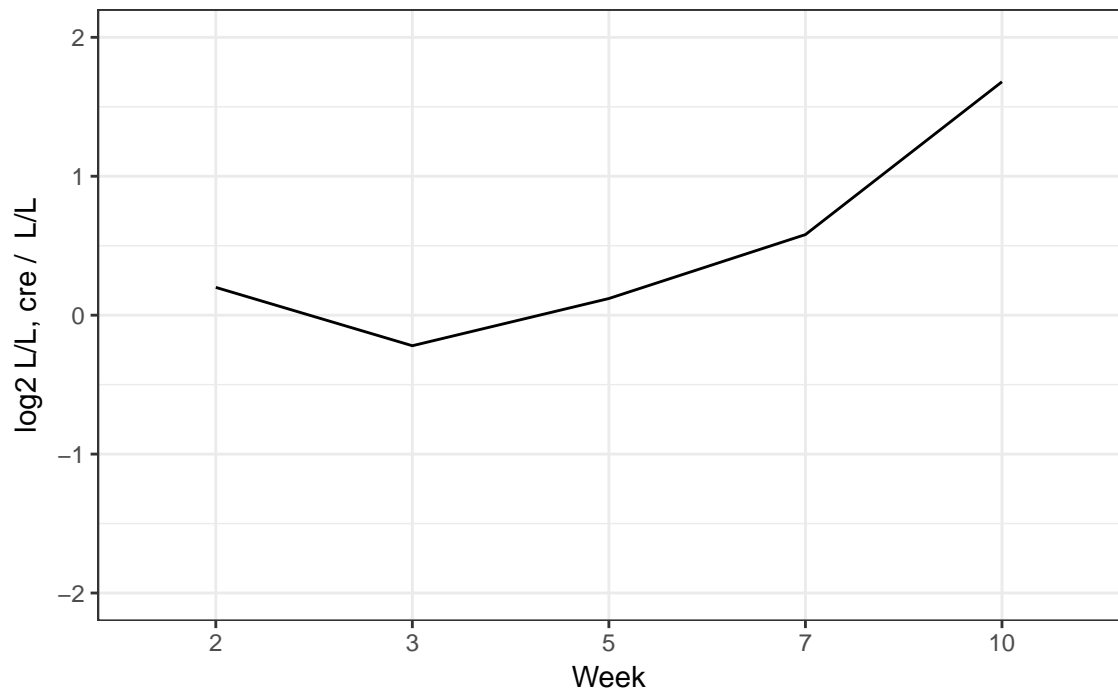

MDH2 / P08249; adj.p value: 0.1686

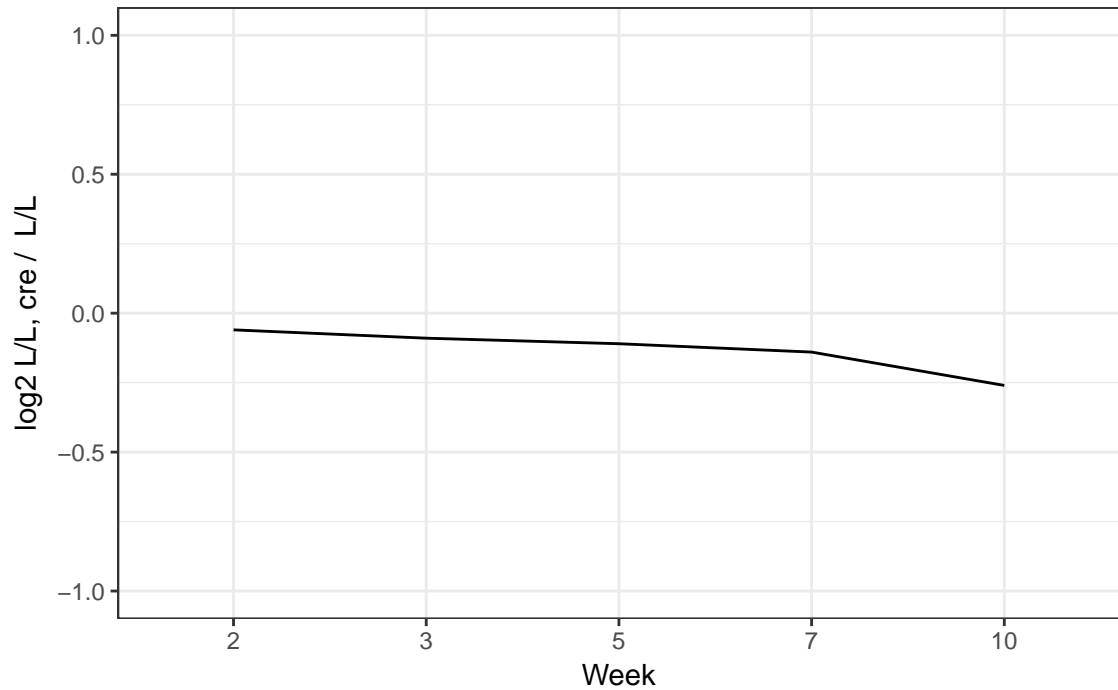

ME3 / Q8BMF3; adj.p value: 0.36615

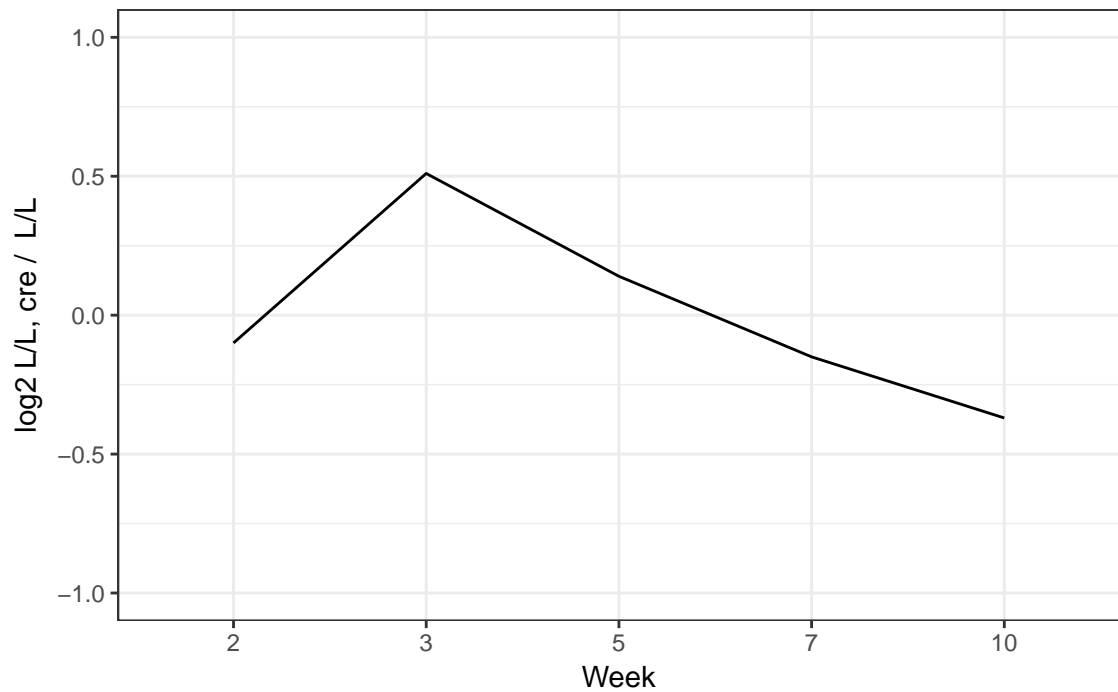

MECR / Q9DCS3; adj.p value: 0.00164

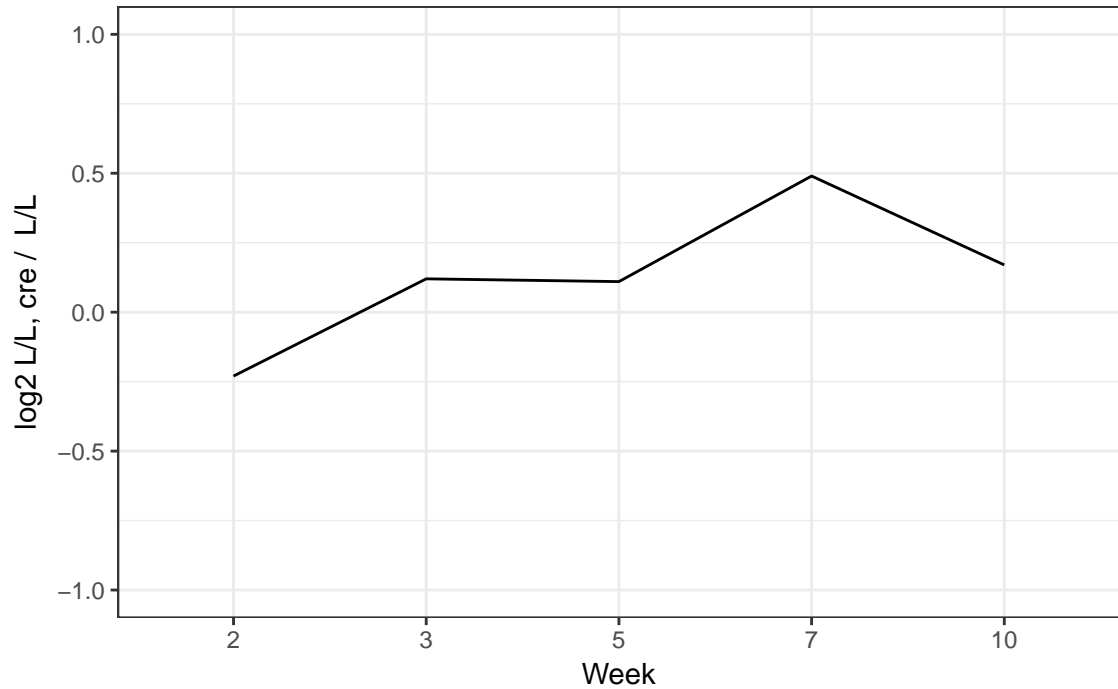

METAP1D / Q9CPW9; adj.p value: 0.12175

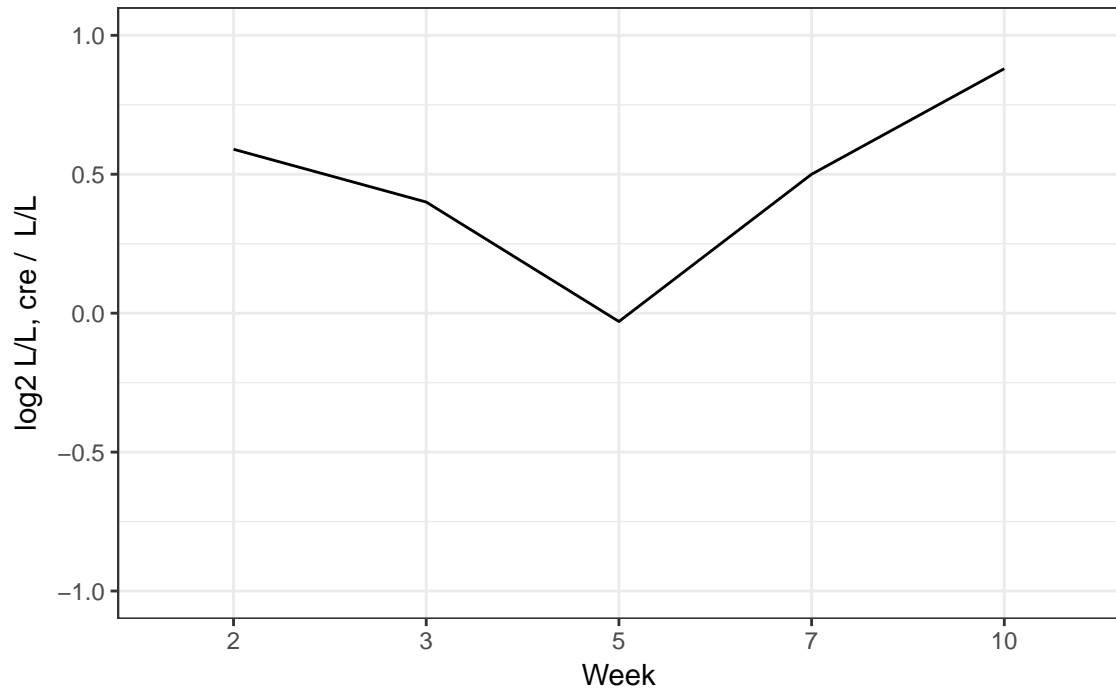

METTL15 / Q9DCL4; adj.p value: 0

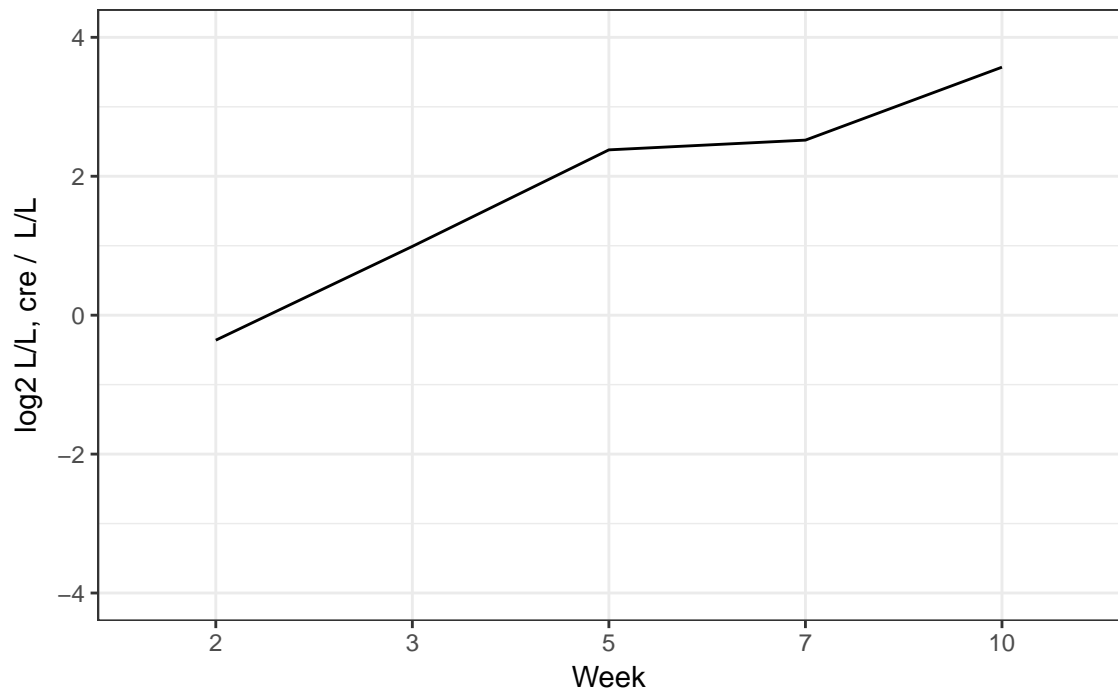

METTL17 / E9Q7K9; adj.p value: 0.04684

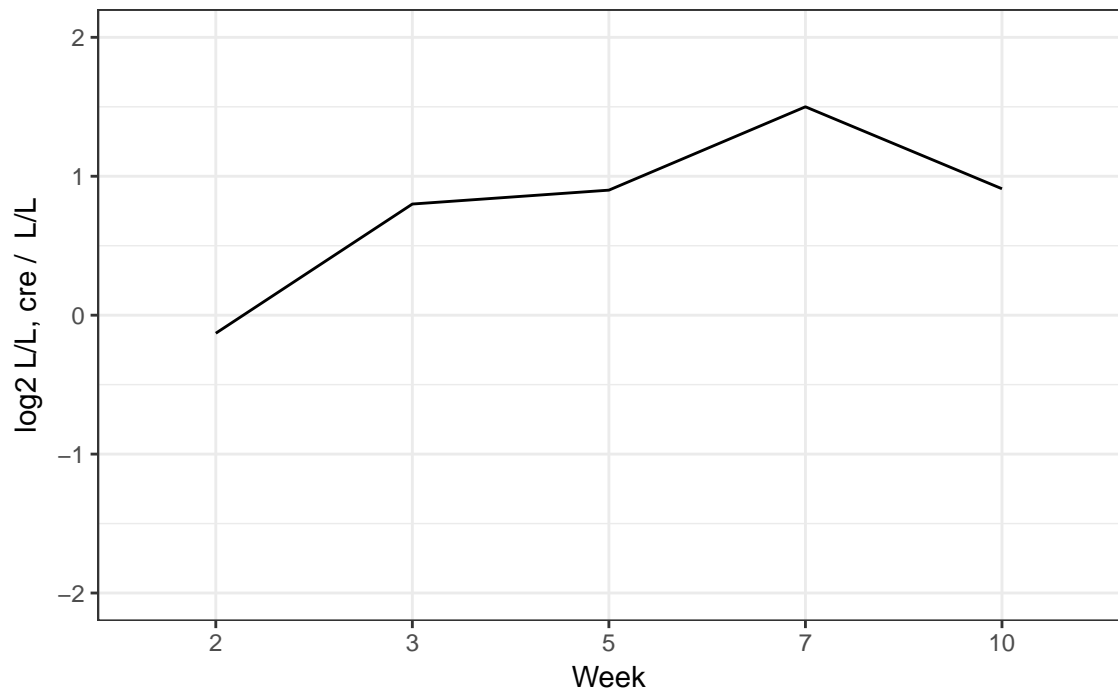

MFF / Q6PCP5; adj.p value: 0.01216

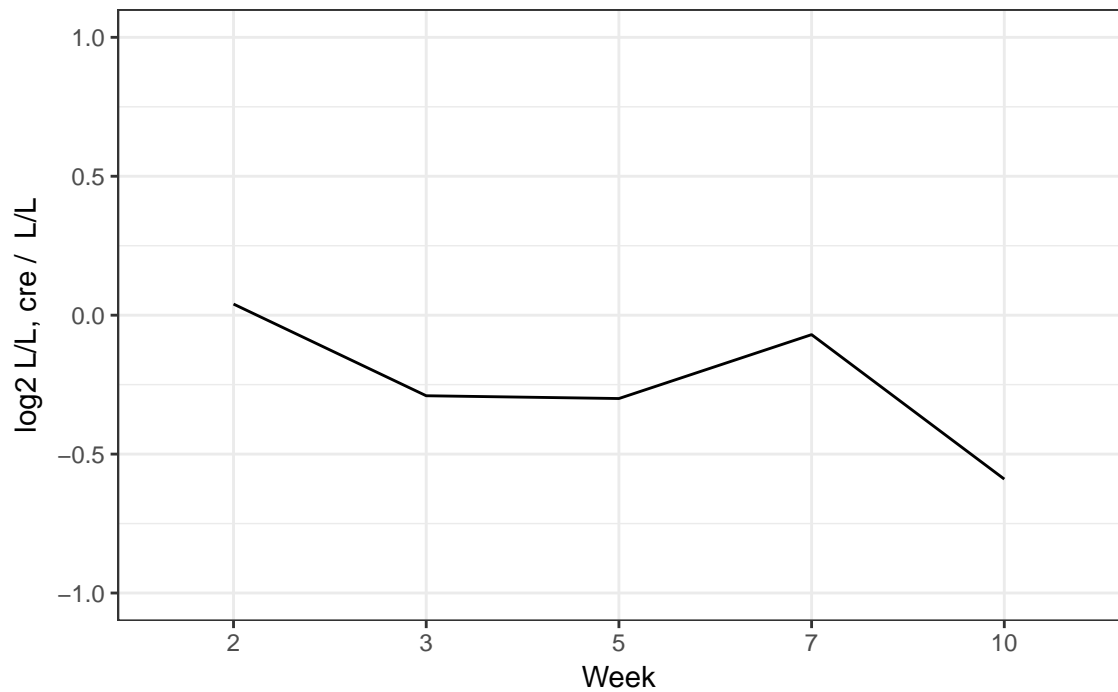

MFN1 / Q811U4; adj.p value: 3e-05

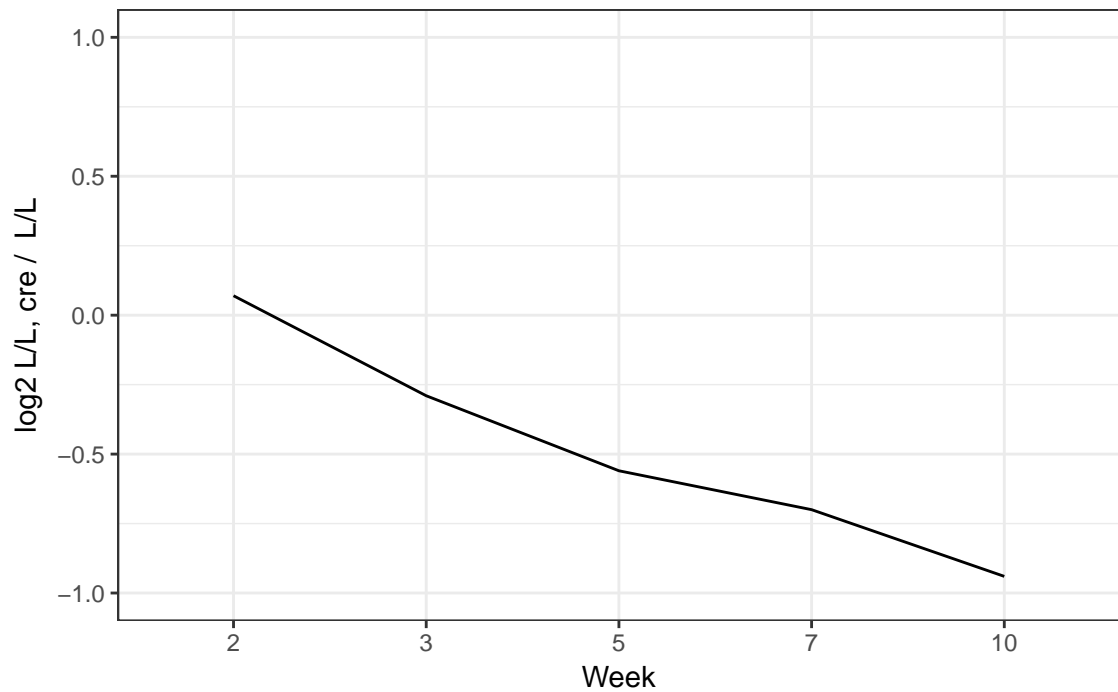

MFN2 / Q80U63; adj.p value: 0.71404

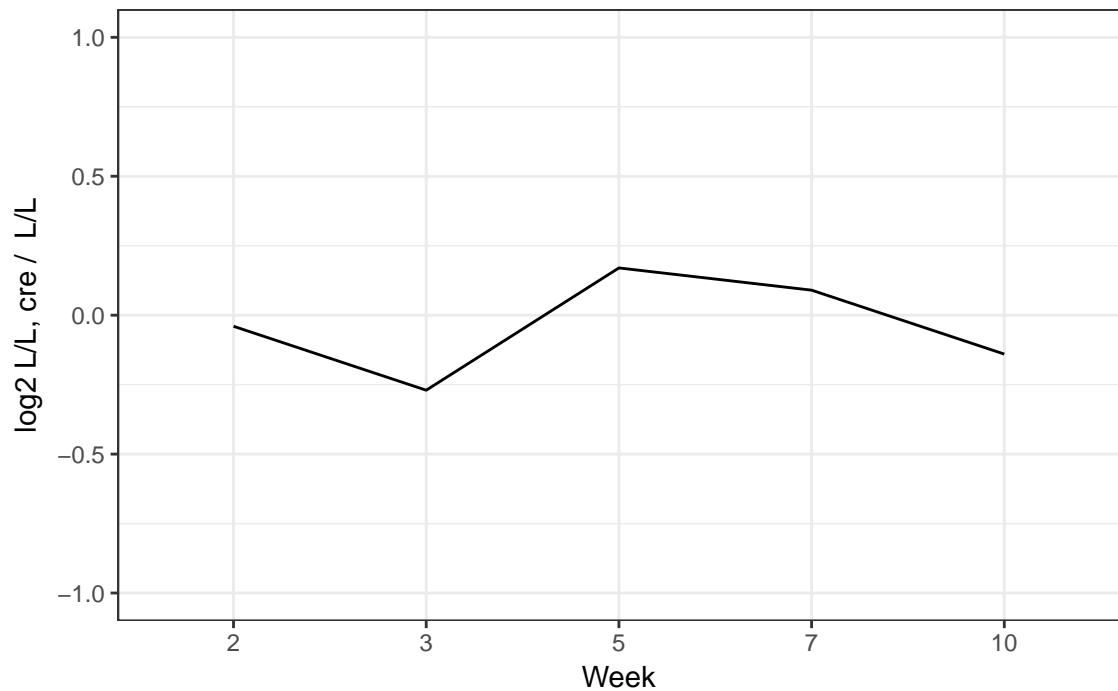

MGST3 / Q9CPU4; adj.p value: 0.35755

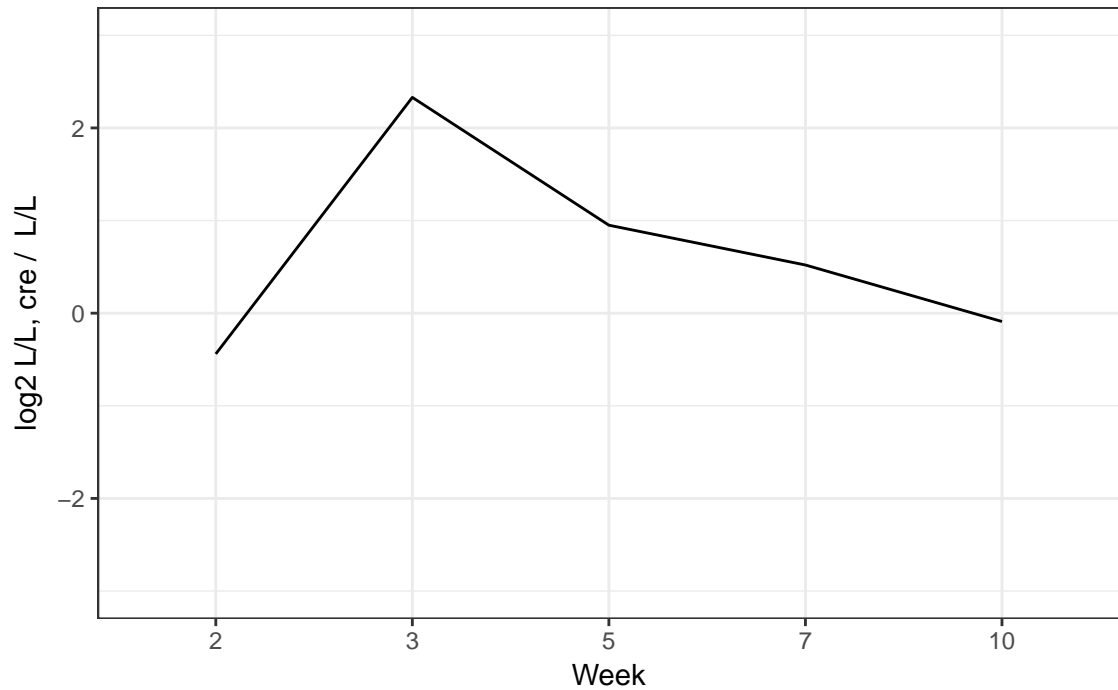

MINOS1 / Q7TNS2; adj.p value: 0.13515

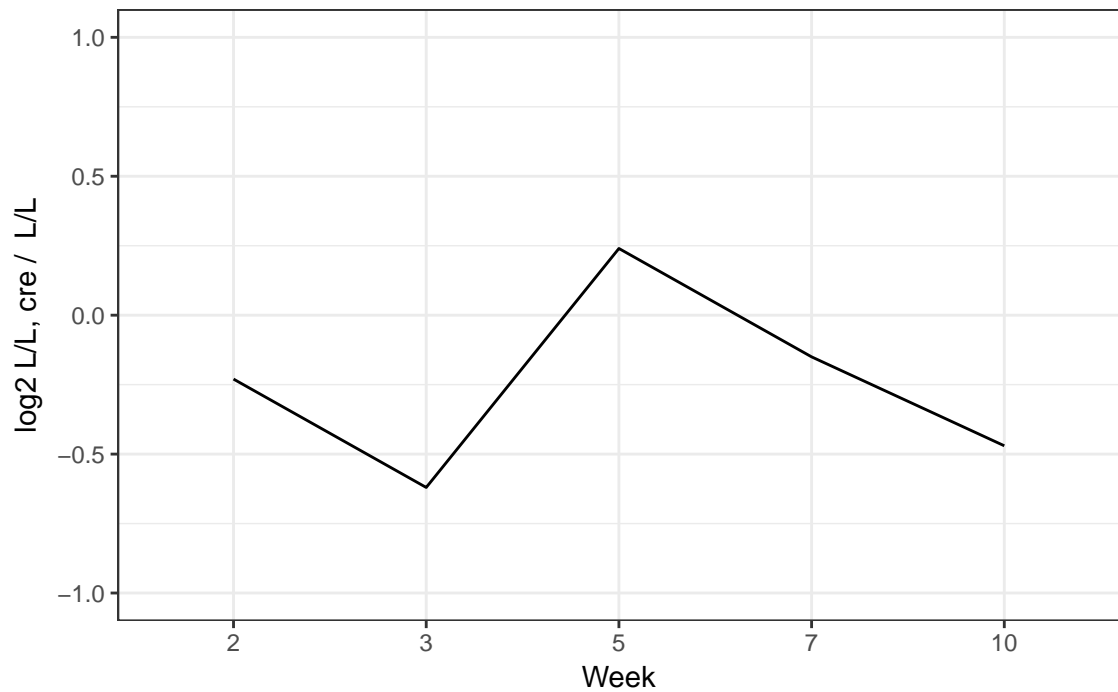

MIPEP / A6H611; adj.p value: 0.71404

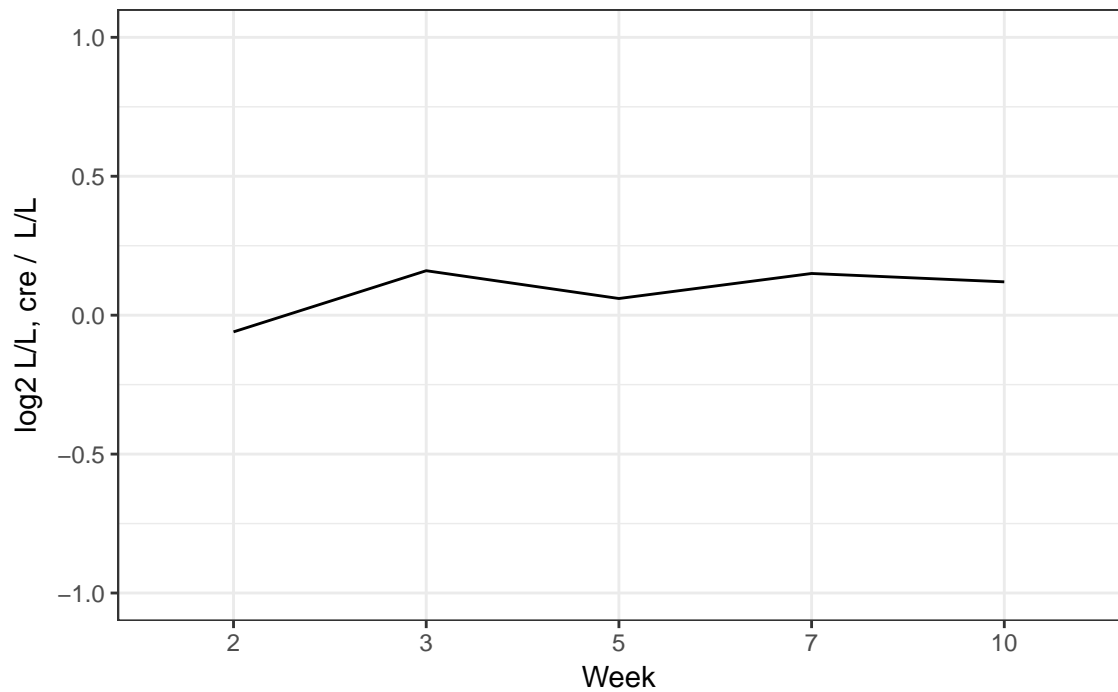

MLYCD / Q99J39-2; adj.p value: 0.41048

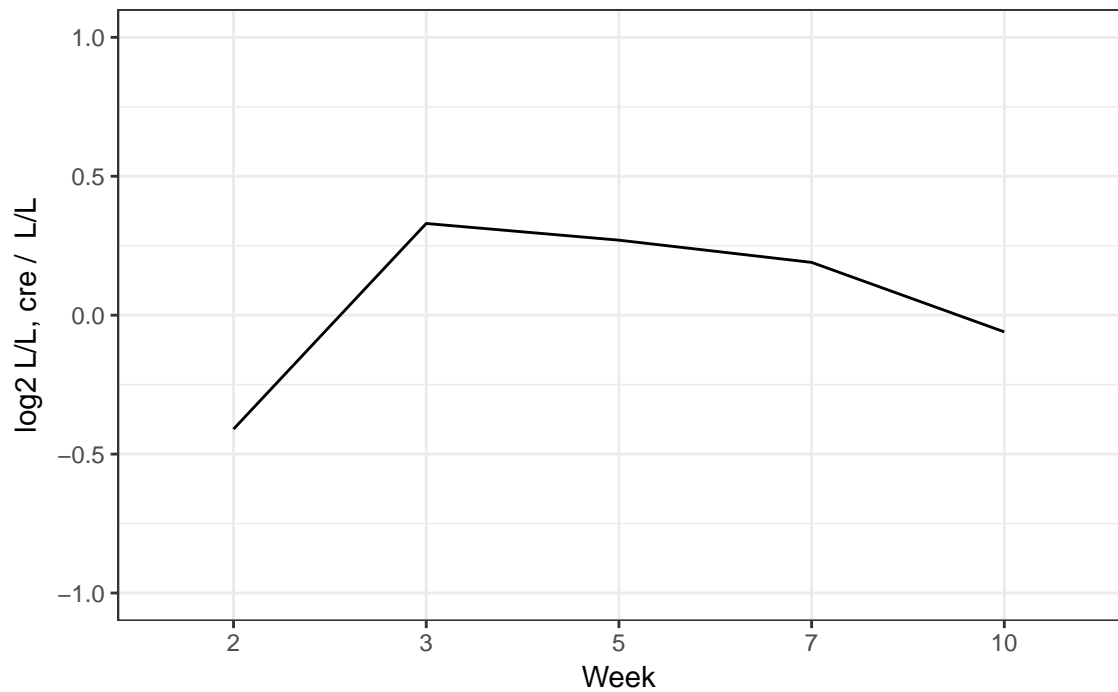

MMAB / Q9D273; adj.p value: 0.18529

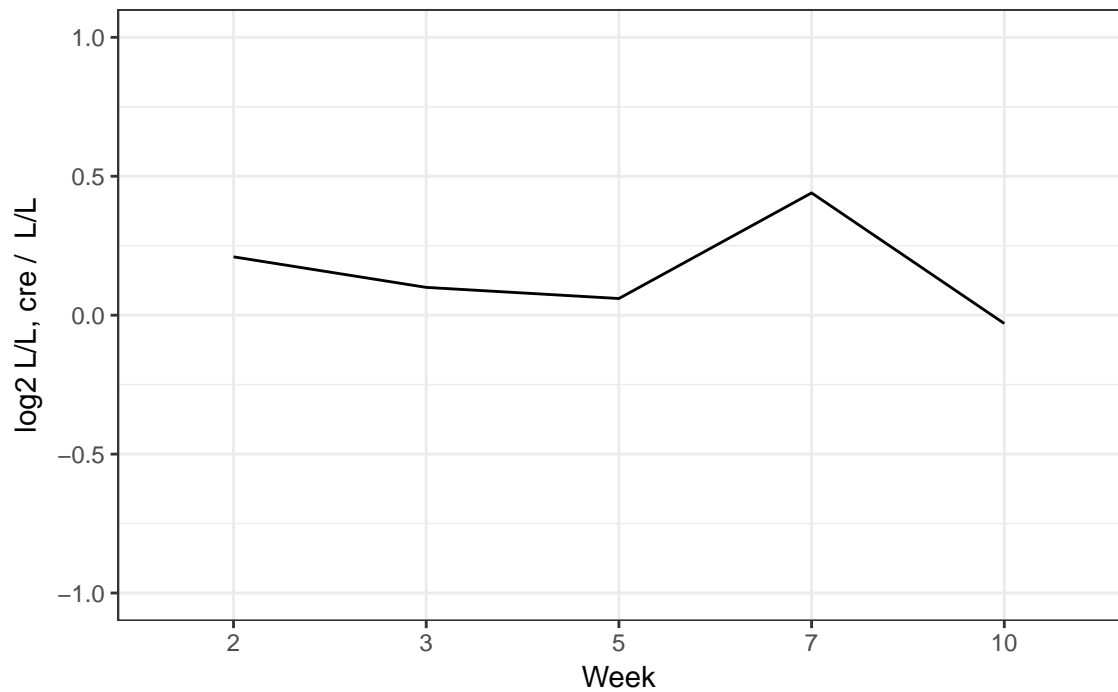

MOCS1 / Q5RKZ7; adj.p value: 0.16368

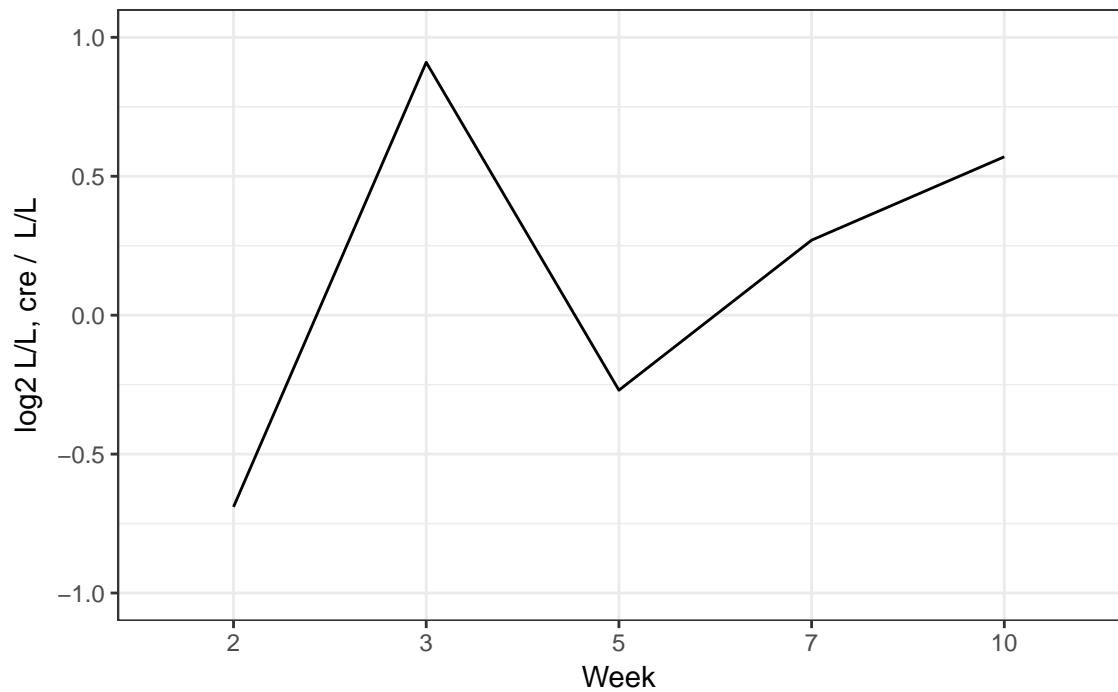

MP68 / P56379; adj.p value: 0.00787

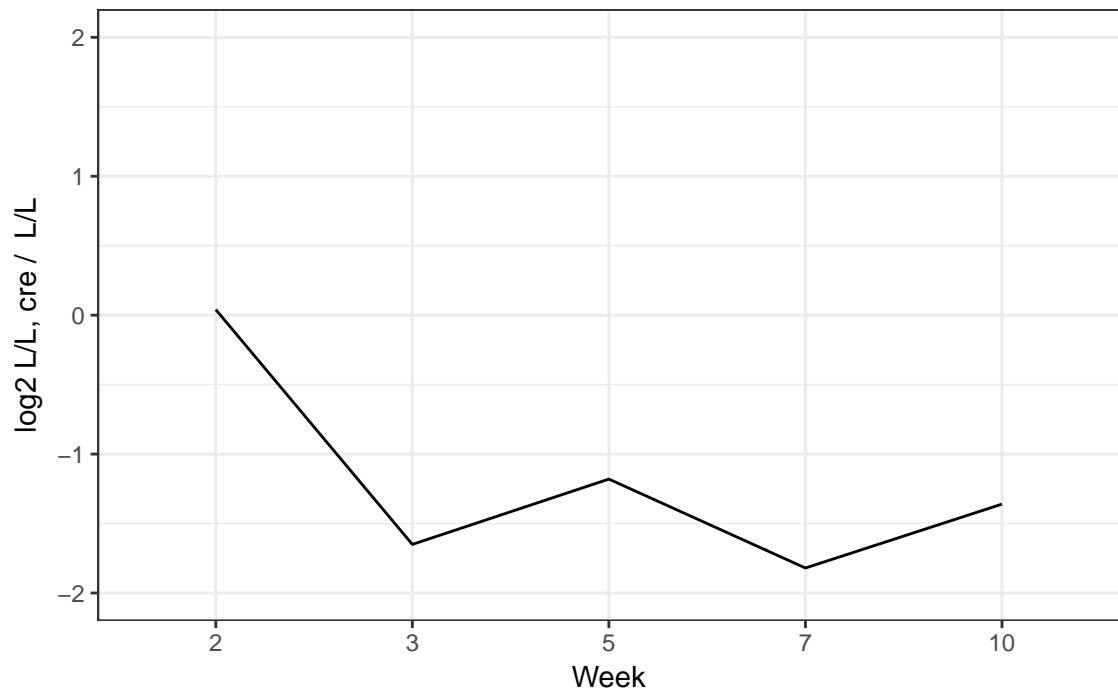

MPC1 / P63030; adj.p value: 0.01616

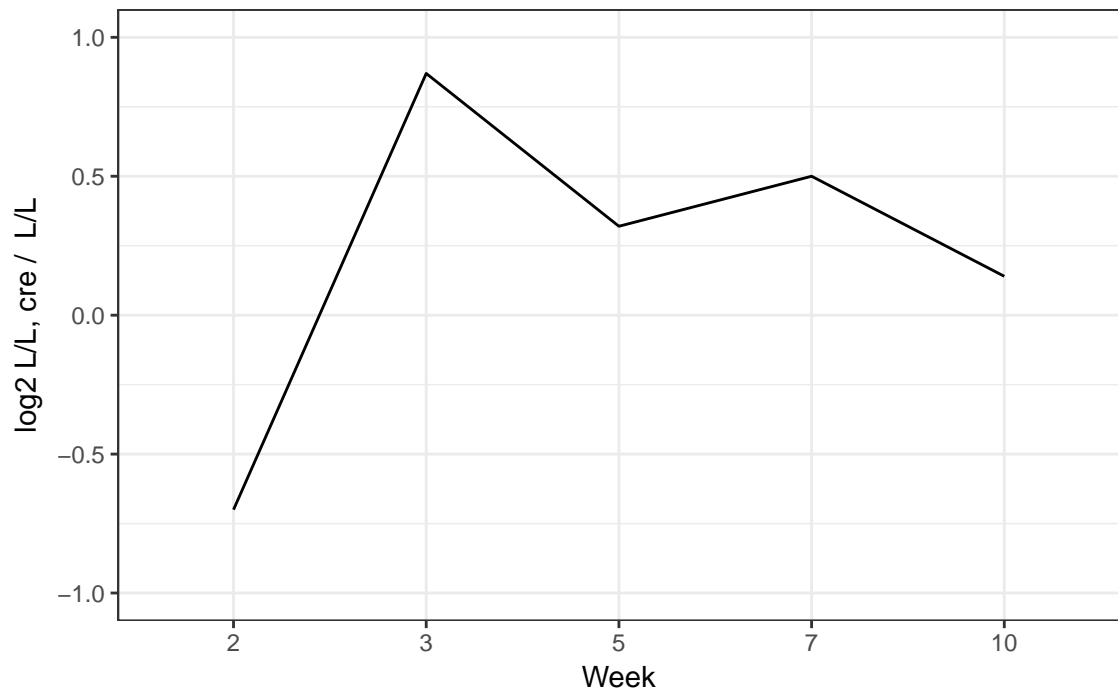

MPC2 / Q9D023; adj.p value: 0.35329

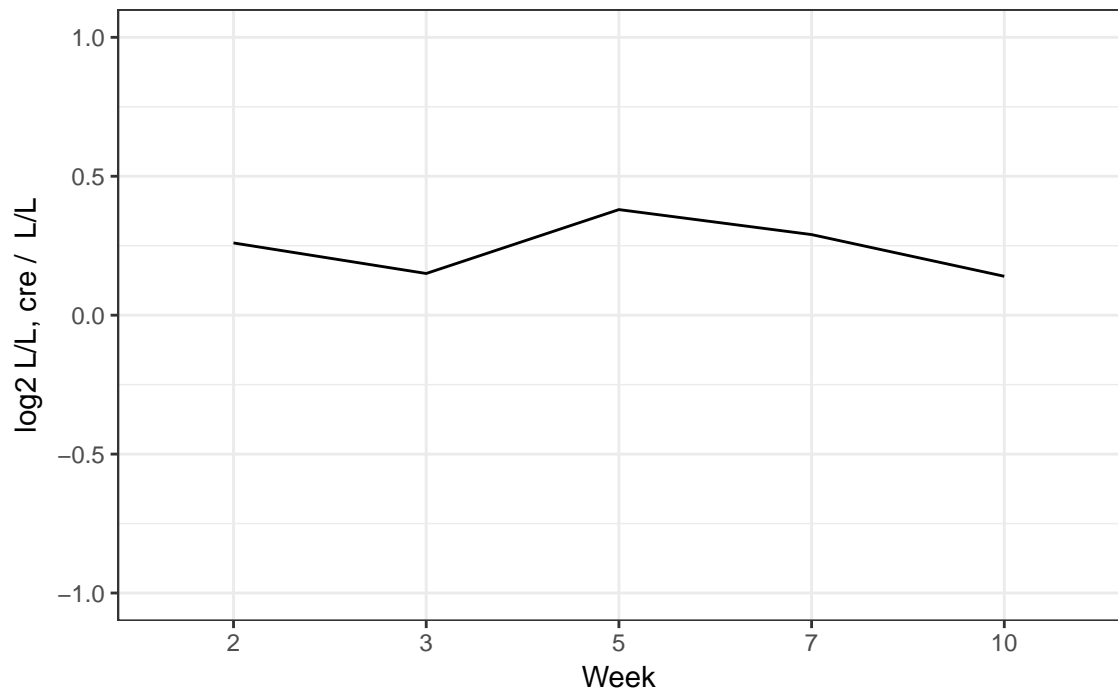

MPST / Q3UW66; adj.p value: 3e-05

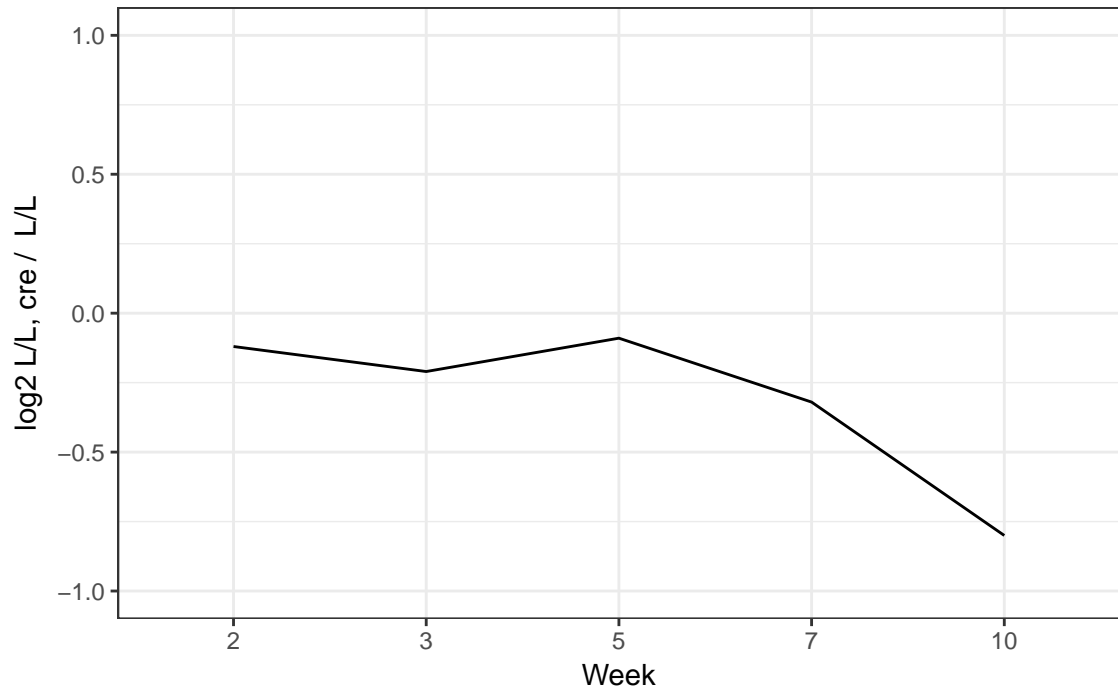

MPV17 / D3YWI4; adj.p value: 0.28875

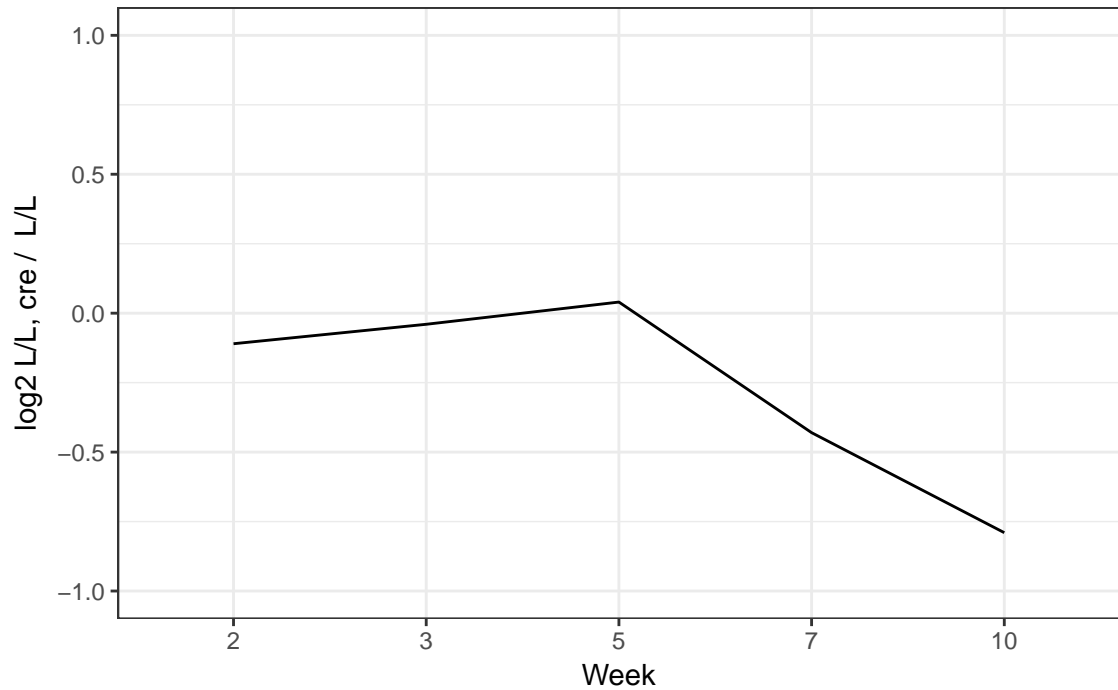

MRM1 / Q99J25; adj.p value: 0.04074

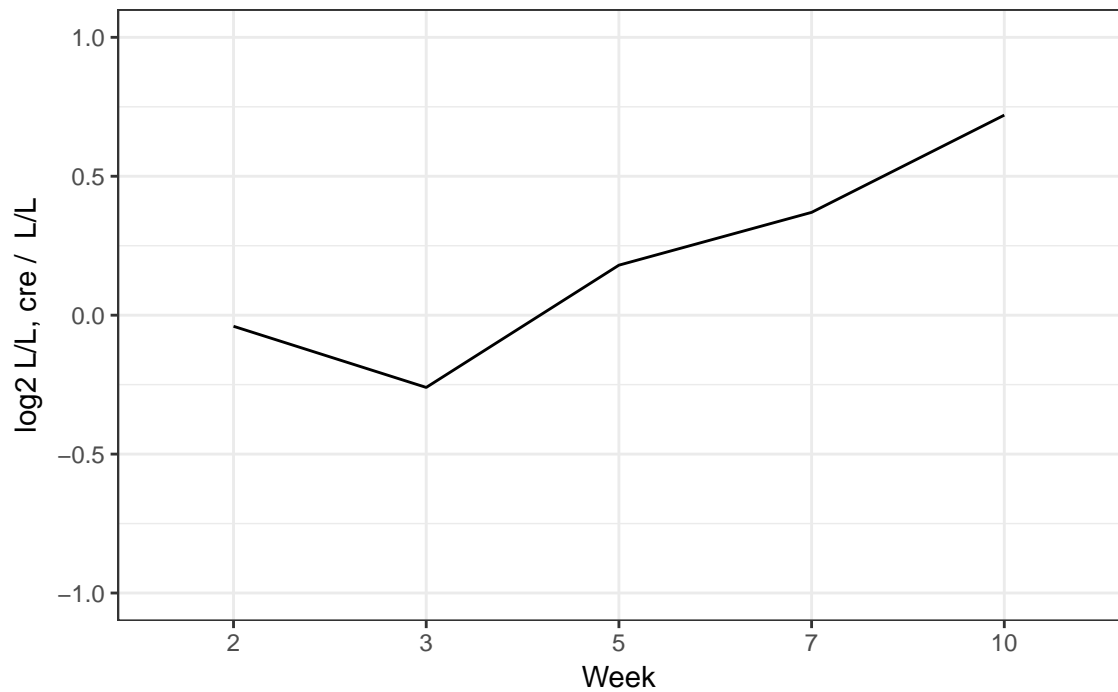

MRPL1 / Q99N96; adj.p value: 0.00023

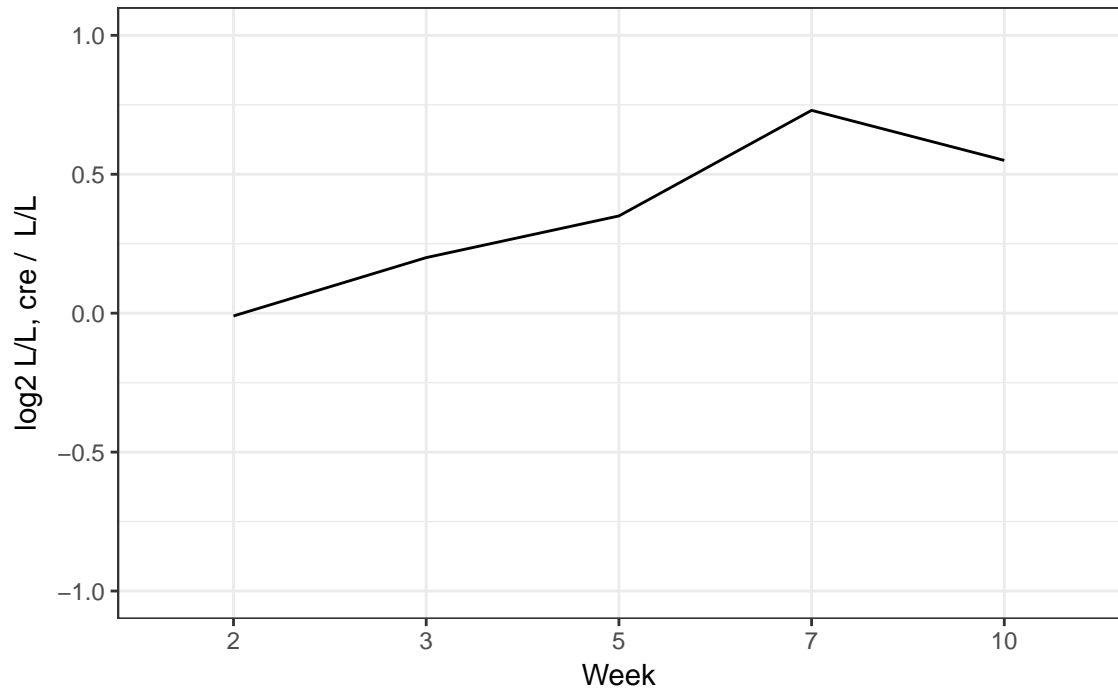

MRPL10 / Q3TBW2; adj.p value: 0.00301

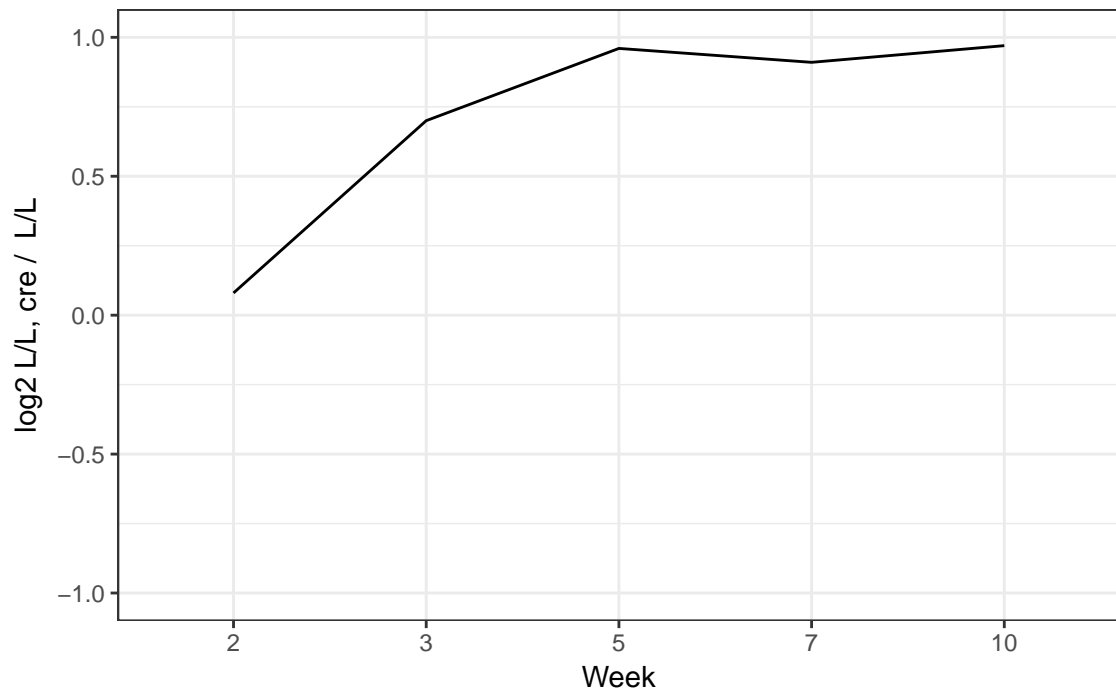

MRPL11 / Q9CQF0; adj.p value: 0.01545

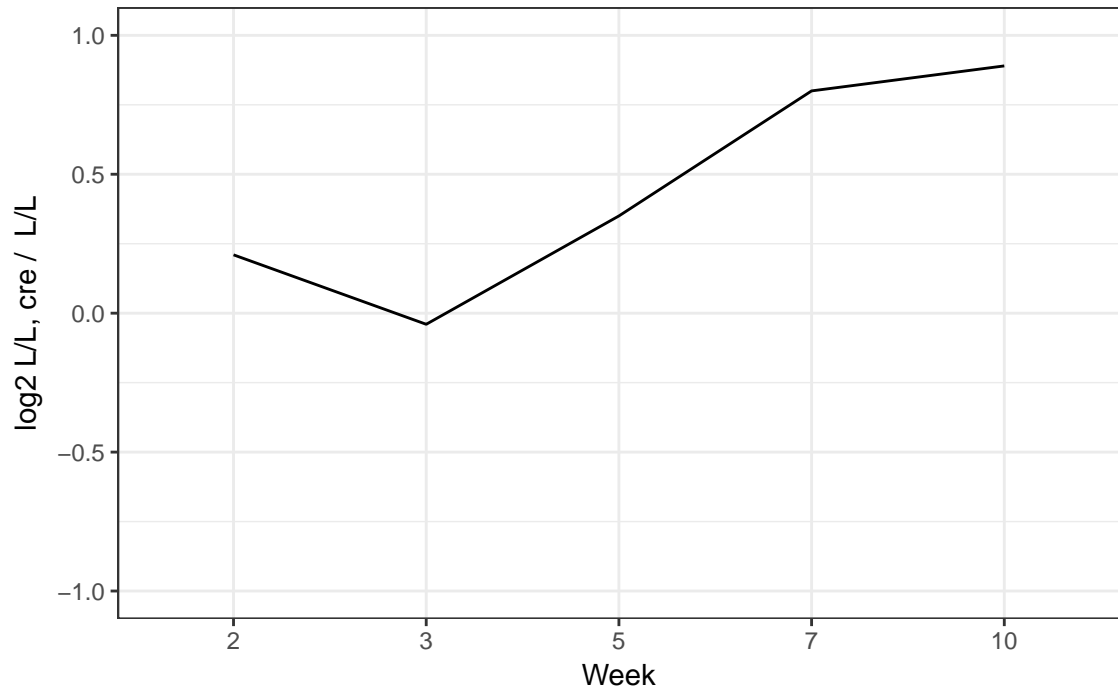

MRPL12 / Q9DB15; adj.p value: 0

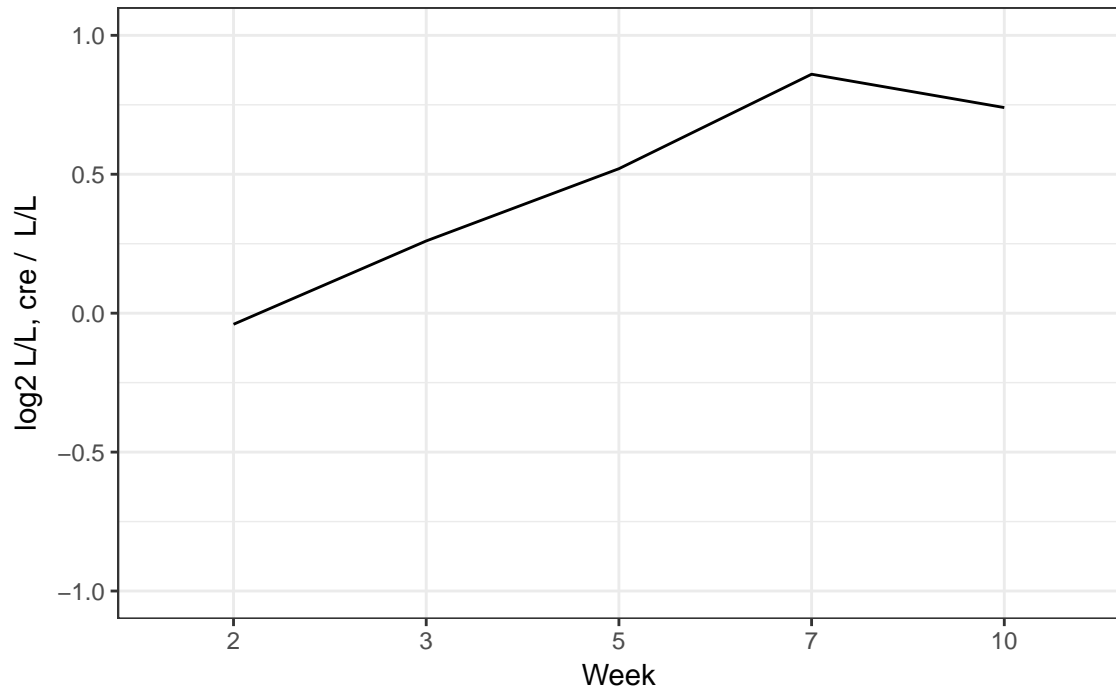

MRPL13 / Q9D1P0; adj.p value: 0

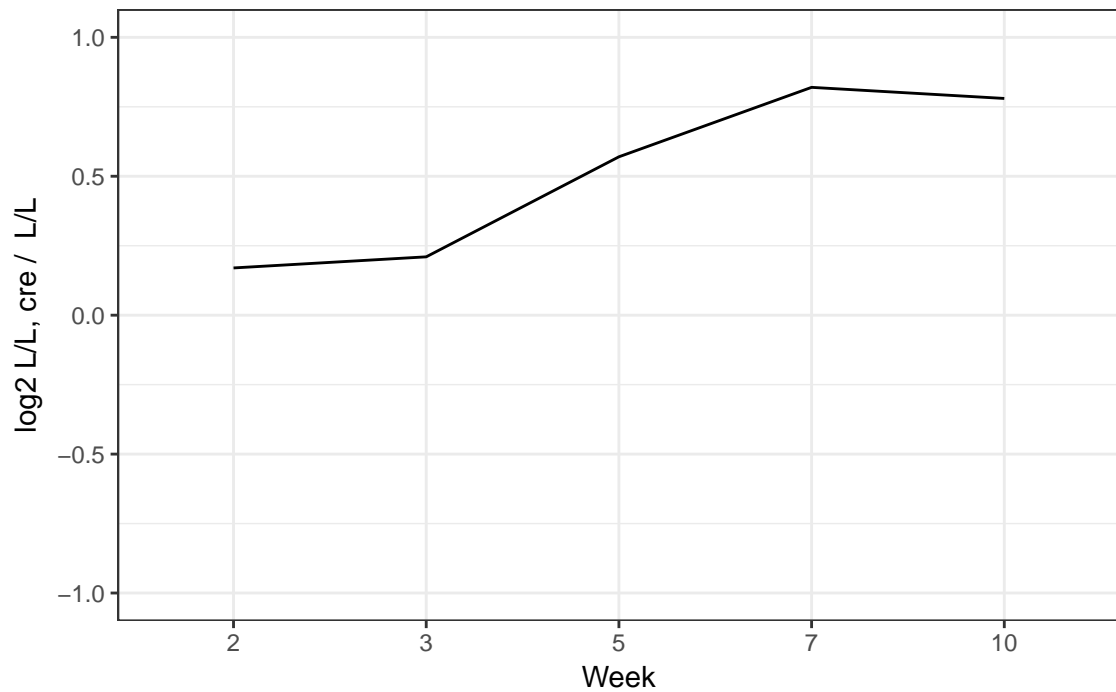

MRPL14 / Q9D1I6; adj.p value: 0

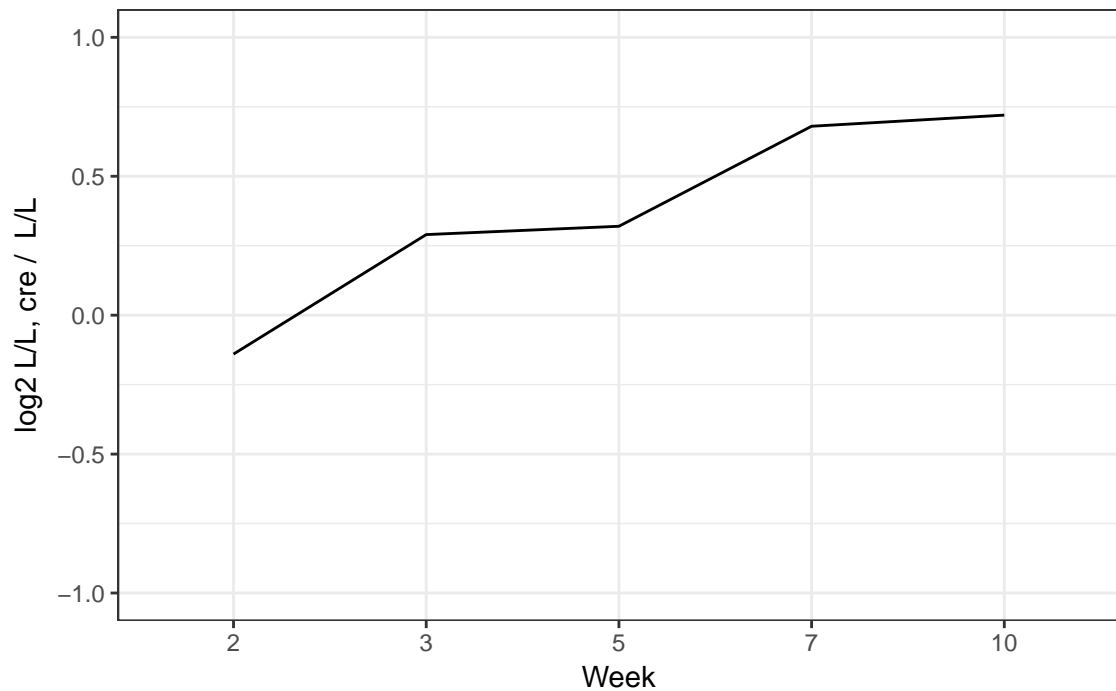

MRPL15 / Q9CPR5; adj.p value: 0

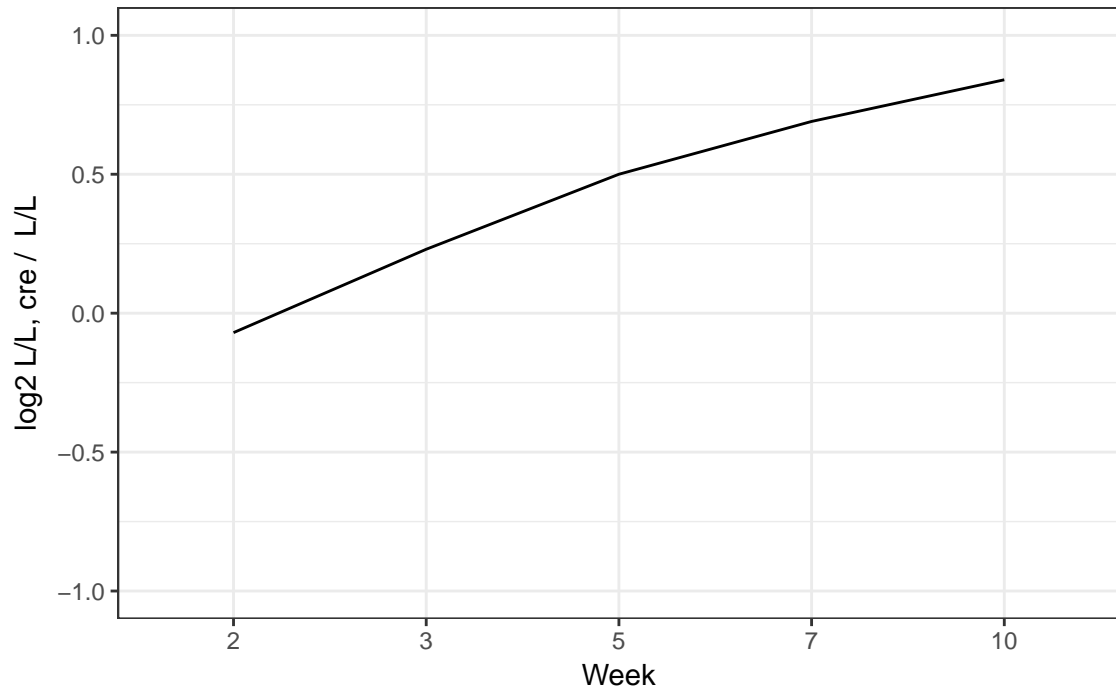

MRPL16 / Q99N93; adj.p value: 0

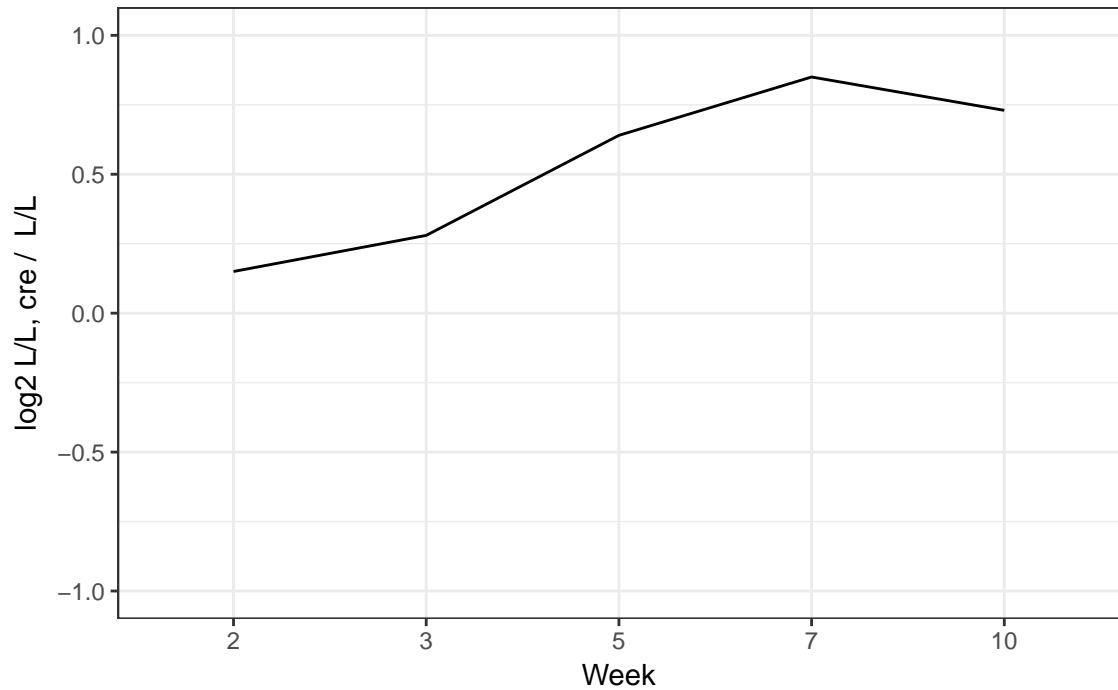

MRPL17 / Q9D8P4; adj.p value: 1e-05

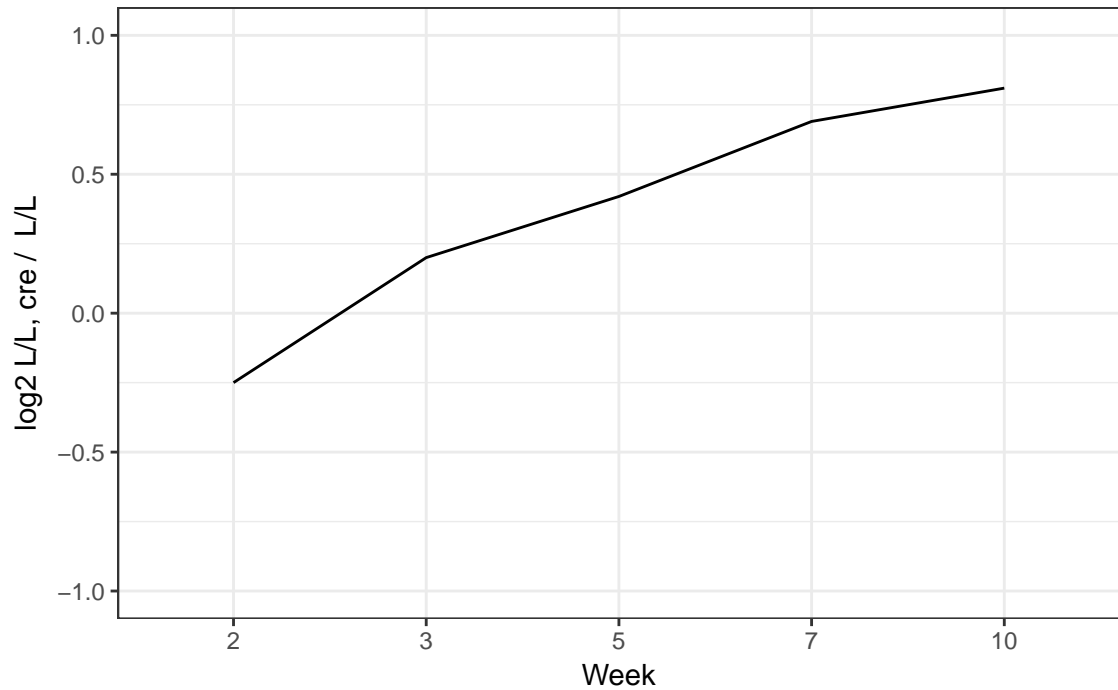

MRPL18 / Q9CQL5; adj.p value: 0.00012

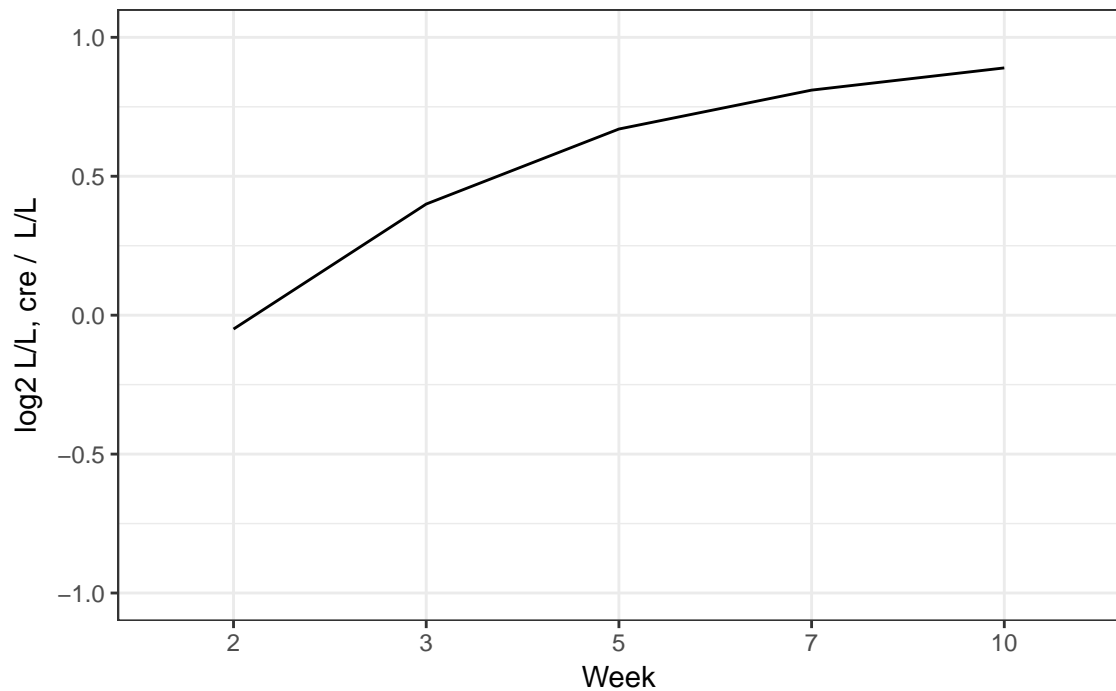

MRPL19 / Q9D338; adj.p value: 0

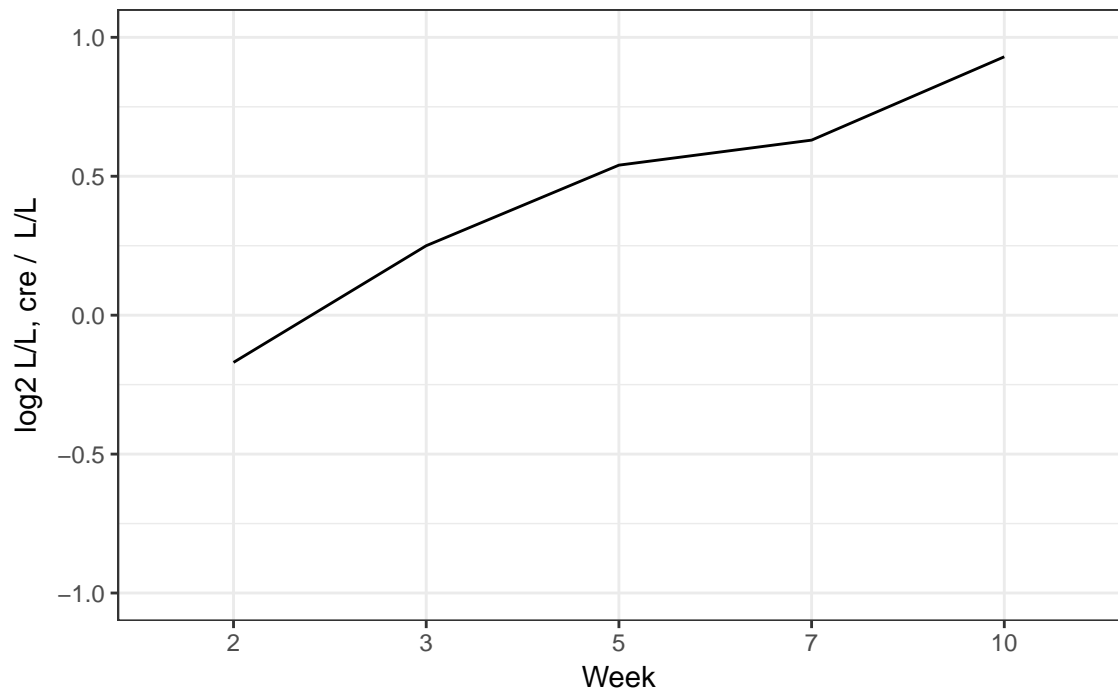

MRPL2 / B1B1D8; adj.p value: 0.00404

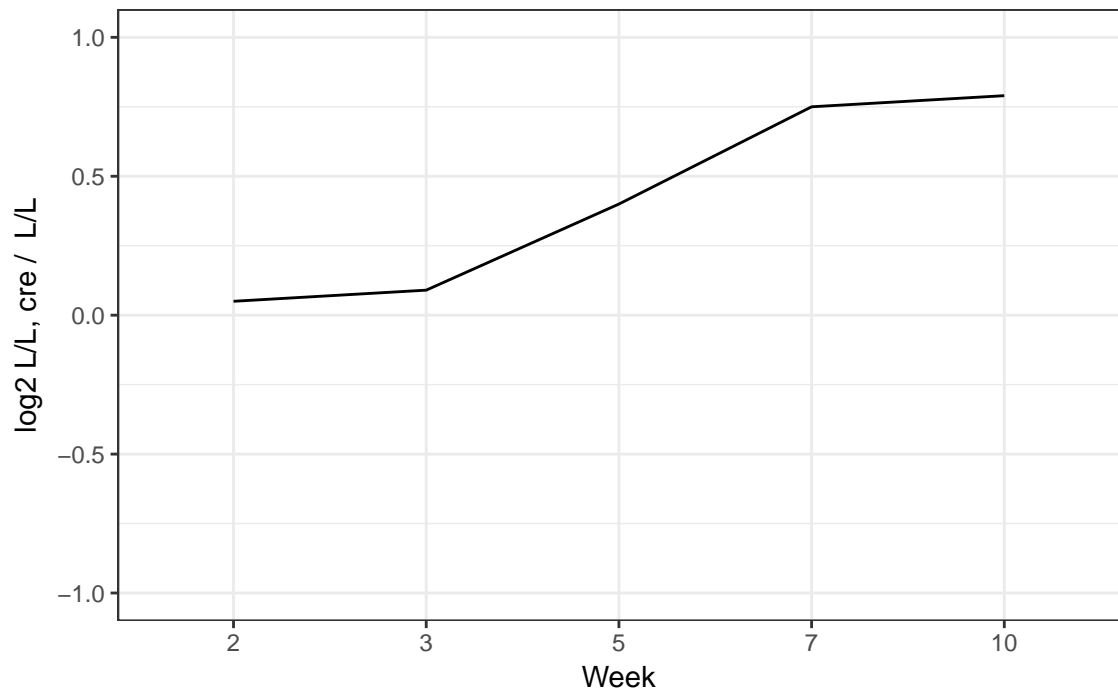

MRPL20 / V9GXI7; adj.p value: 0.00241

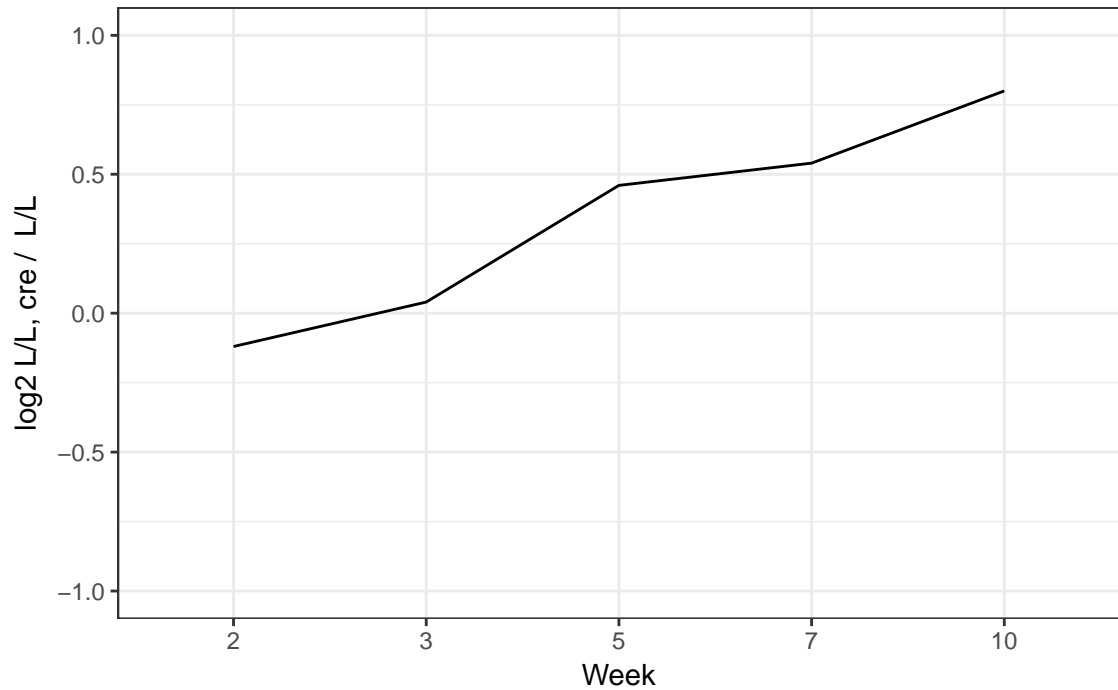

MRPL21 / Q9D1N9; adj.p value: 0.00596

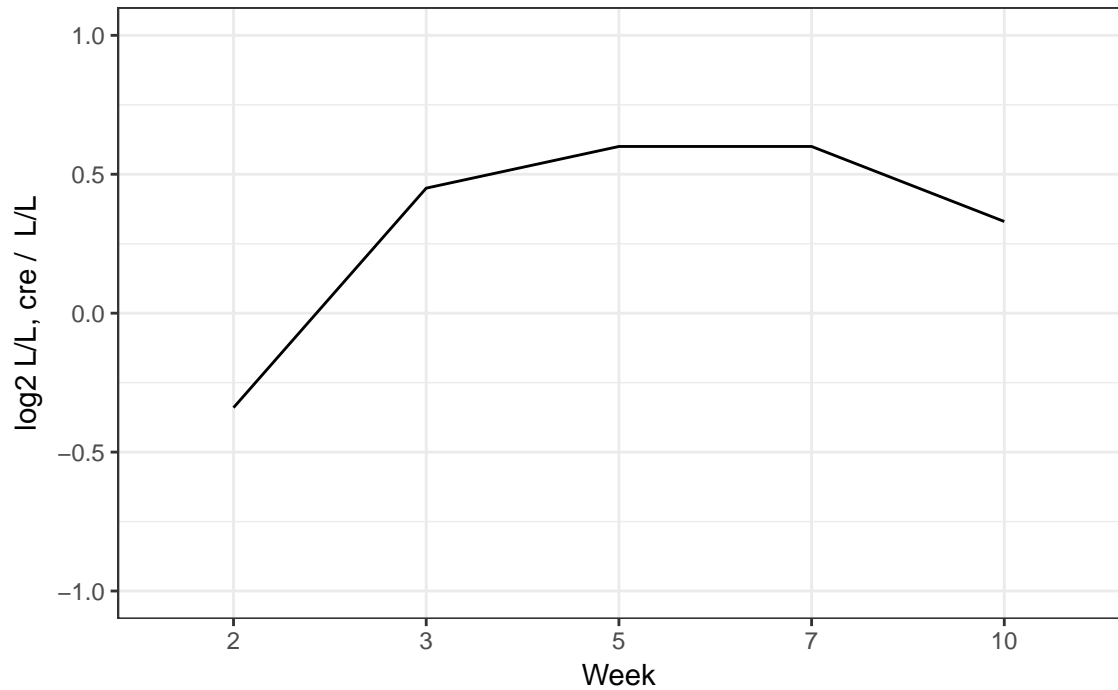

MRPL22 / Q8BU88; adj.p value: 0

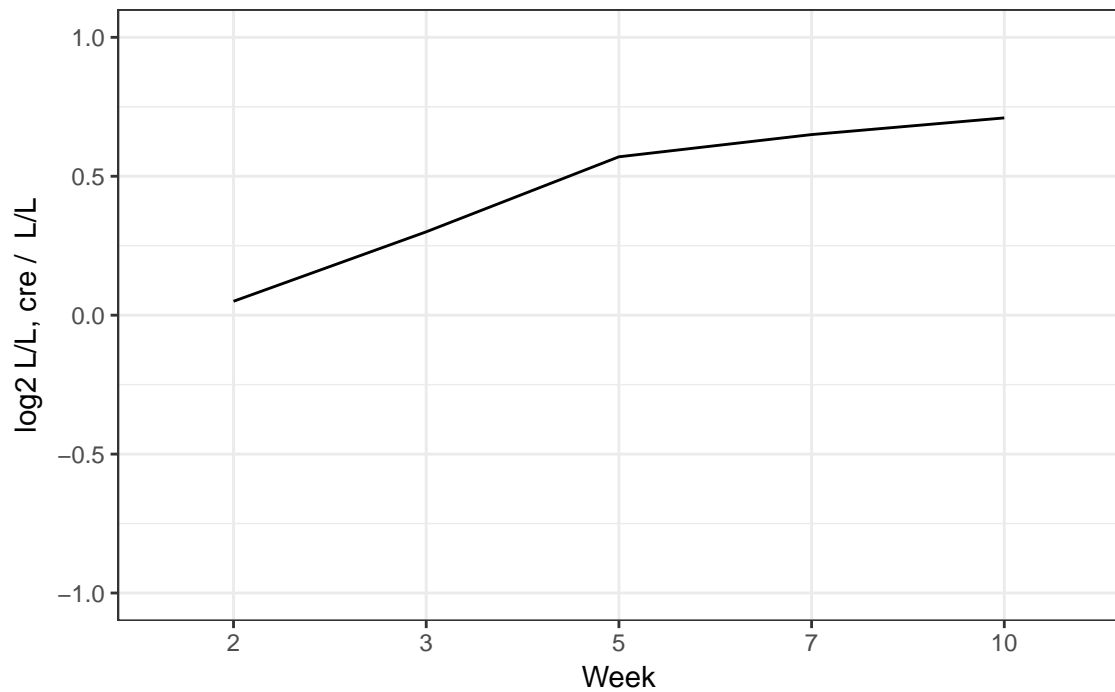

MRPL23 / O35972; adj.p value: 0

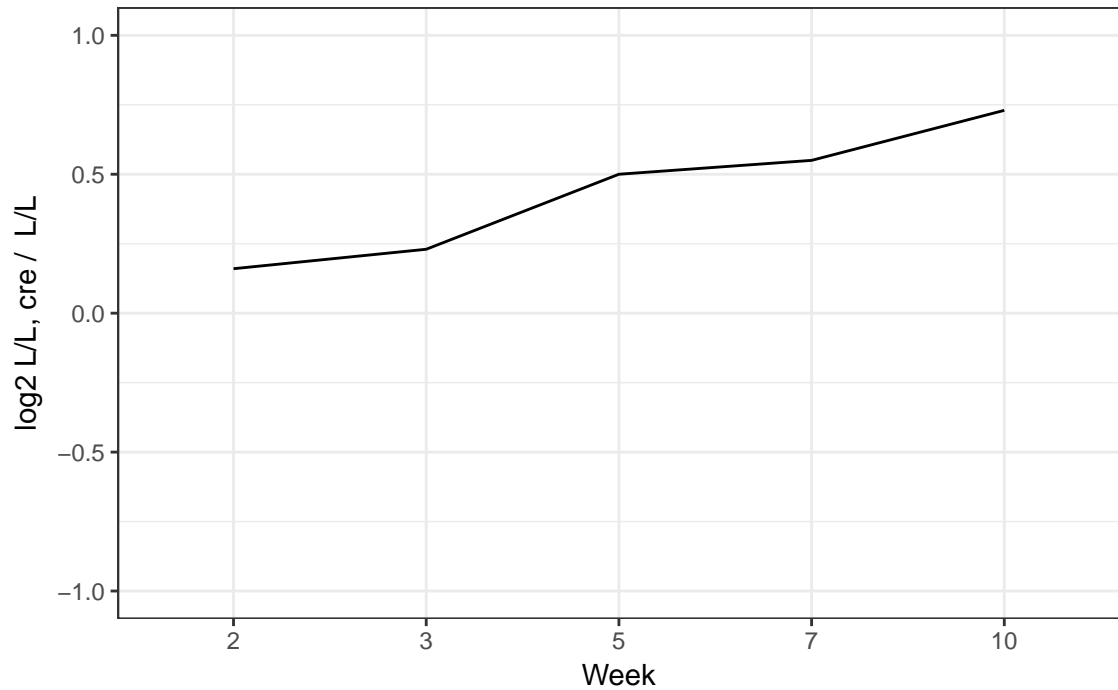

MRPL24 / Q9CQ06; adj.p value: 0

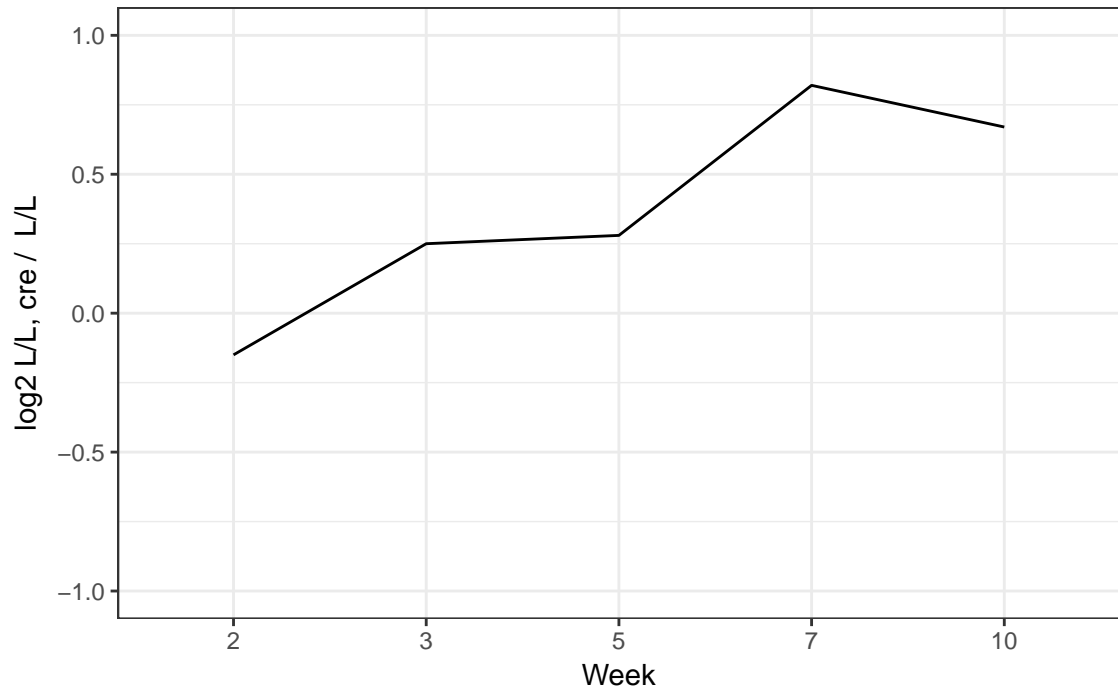

MRPL27 / Q99N92; adj.p value: 0.00169

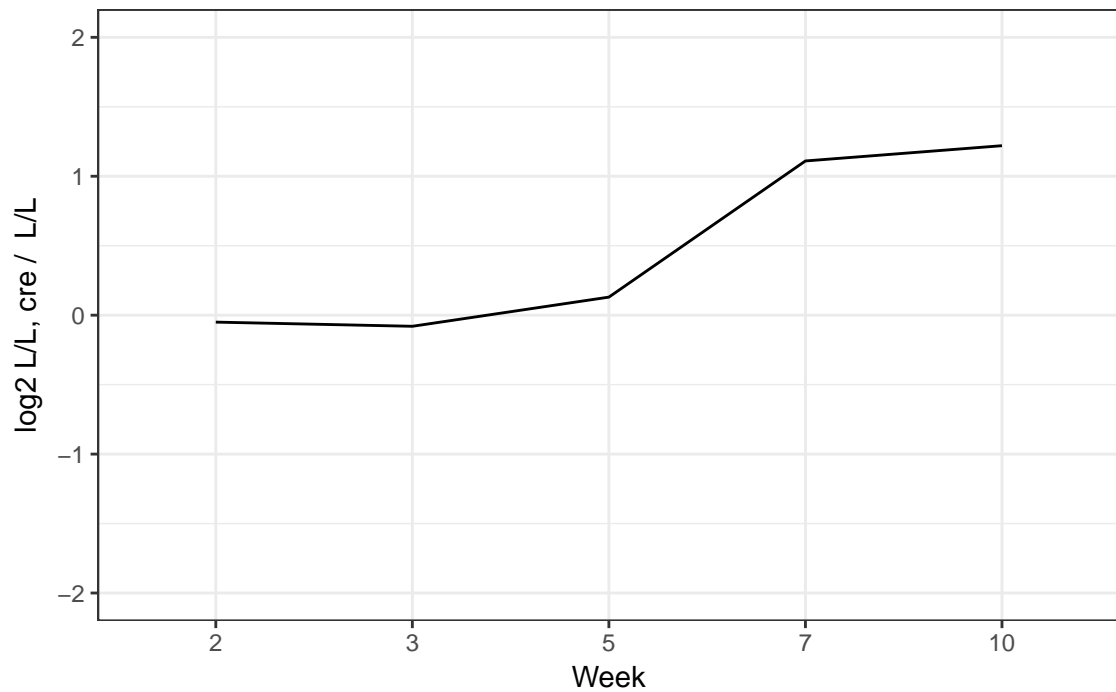

MRPL28 / Q9D1B9; adj.p value: 0

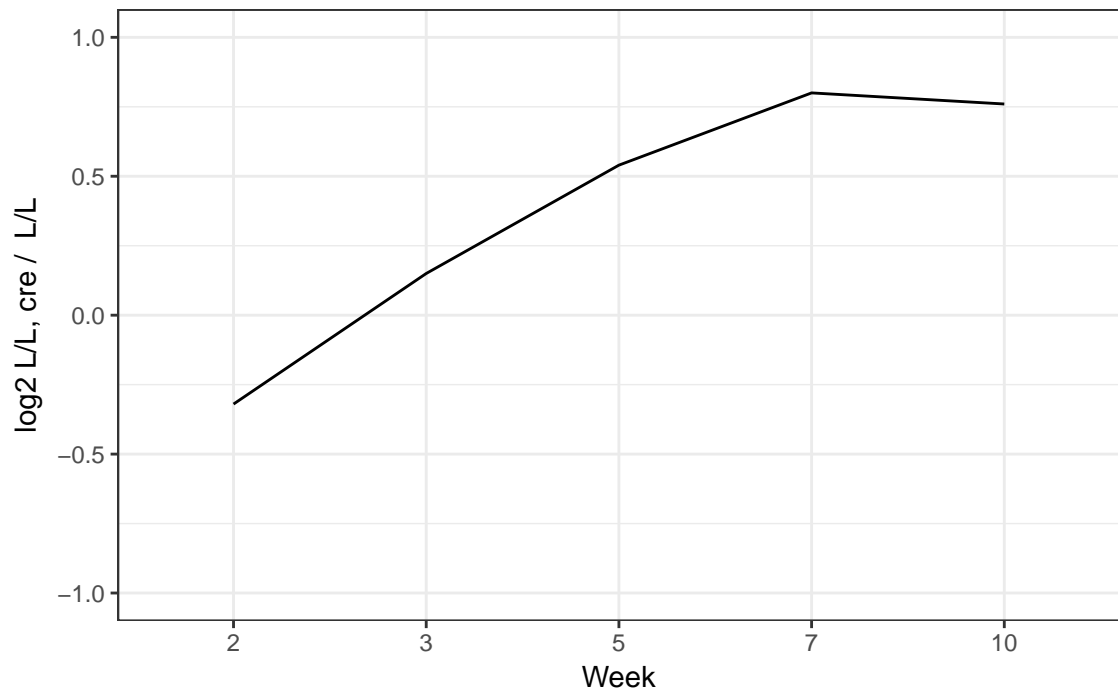

MRPL3 / Q99N95; adj.p value: 0

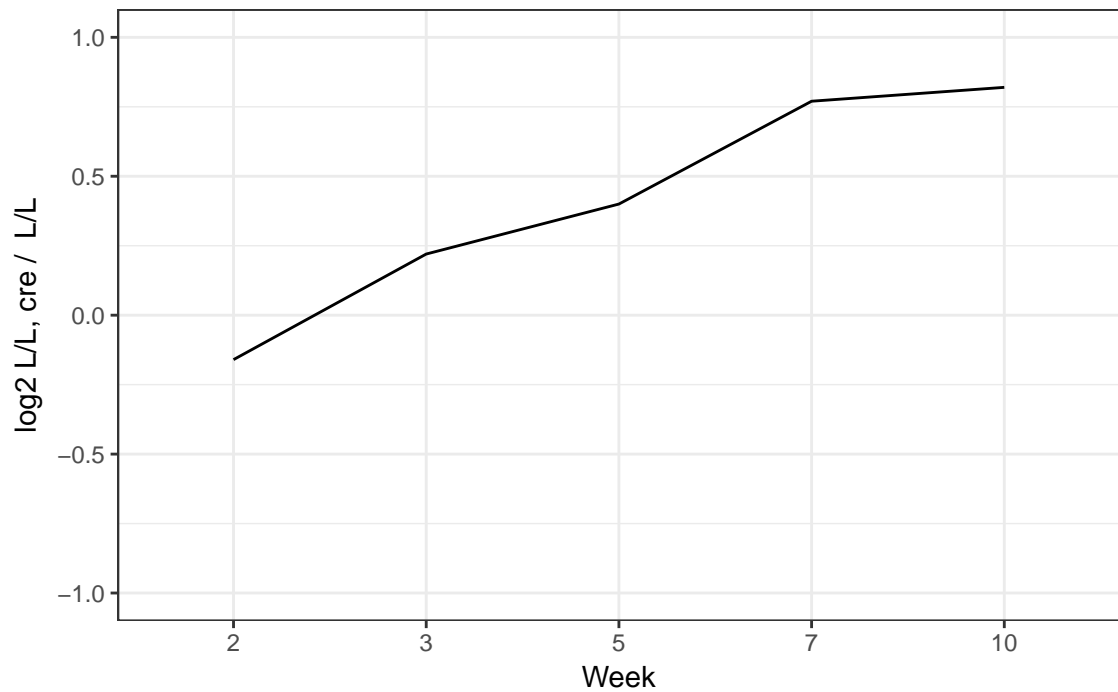

MRPL30 / Q9D7N6; adj.p value: 1e-05

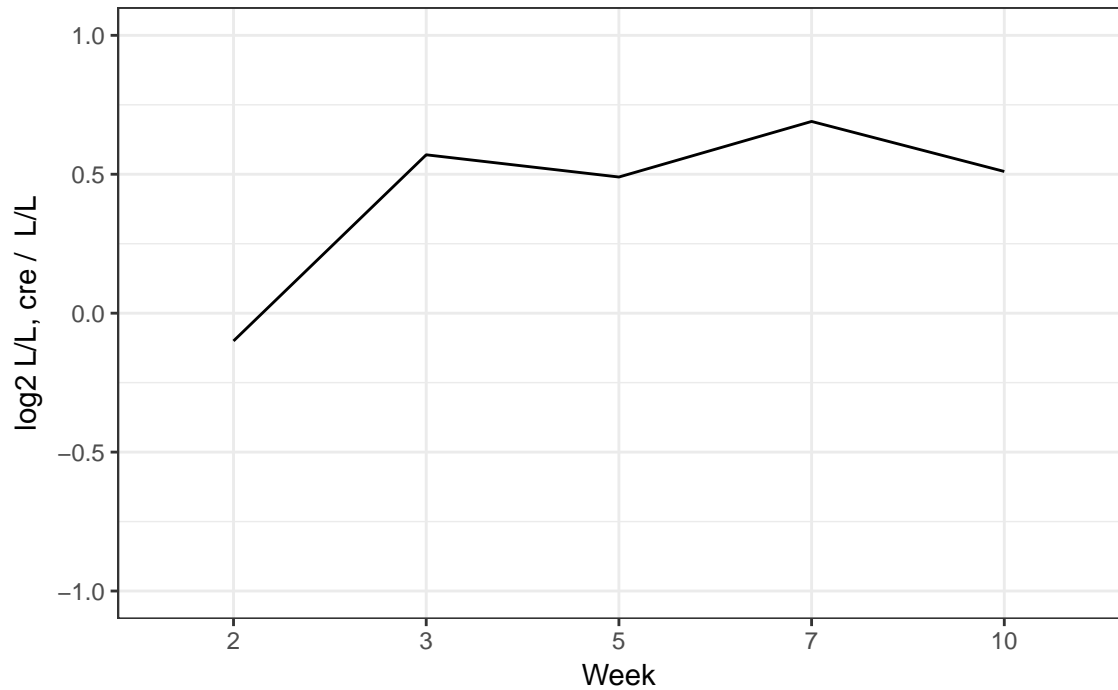

MRPL32 / Q9DCI9; adj.p value: 0.00568

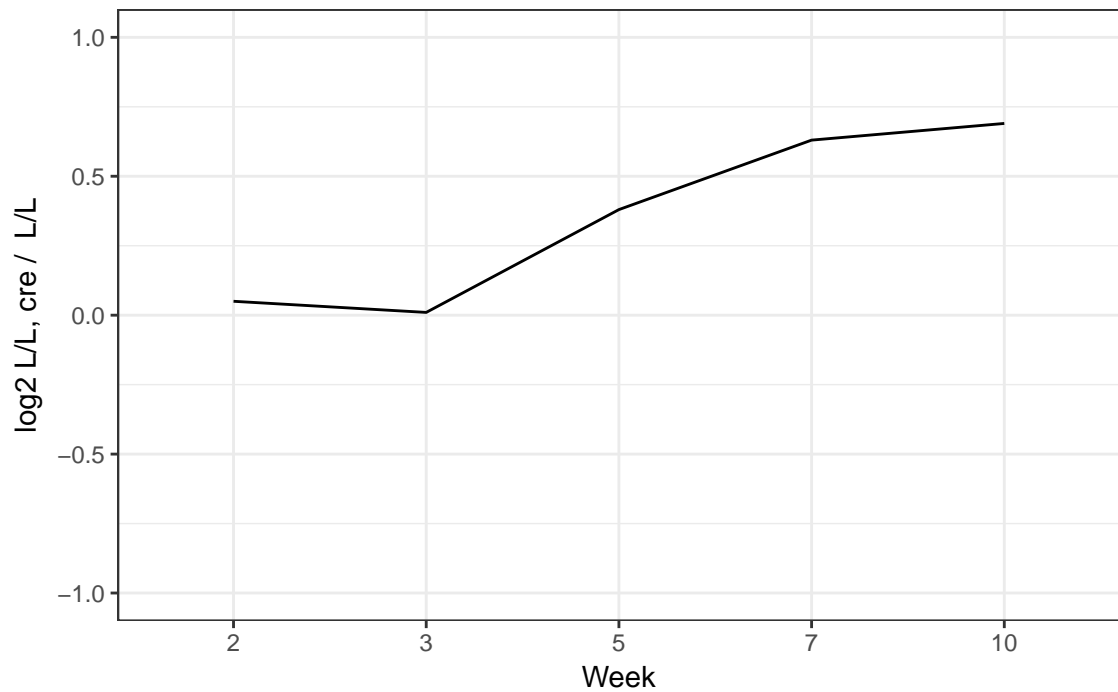

MRPL33 / Q9CQP0; adj.p value: 0.00093

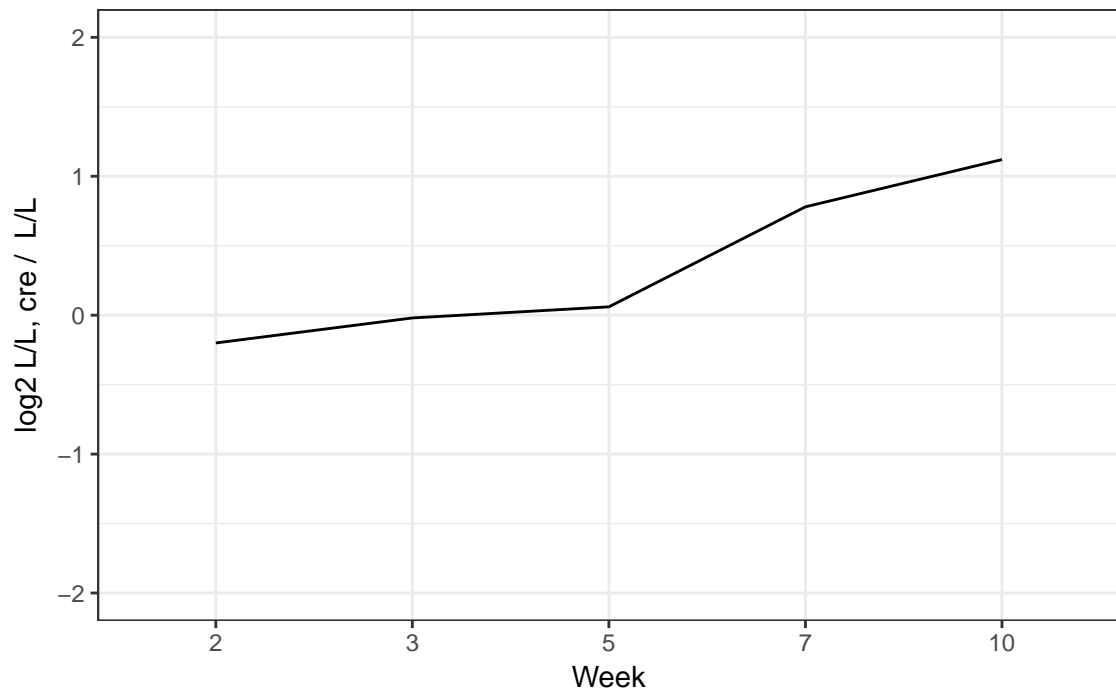

MRPL34 / Q99N91; adj.p value: 0.17918

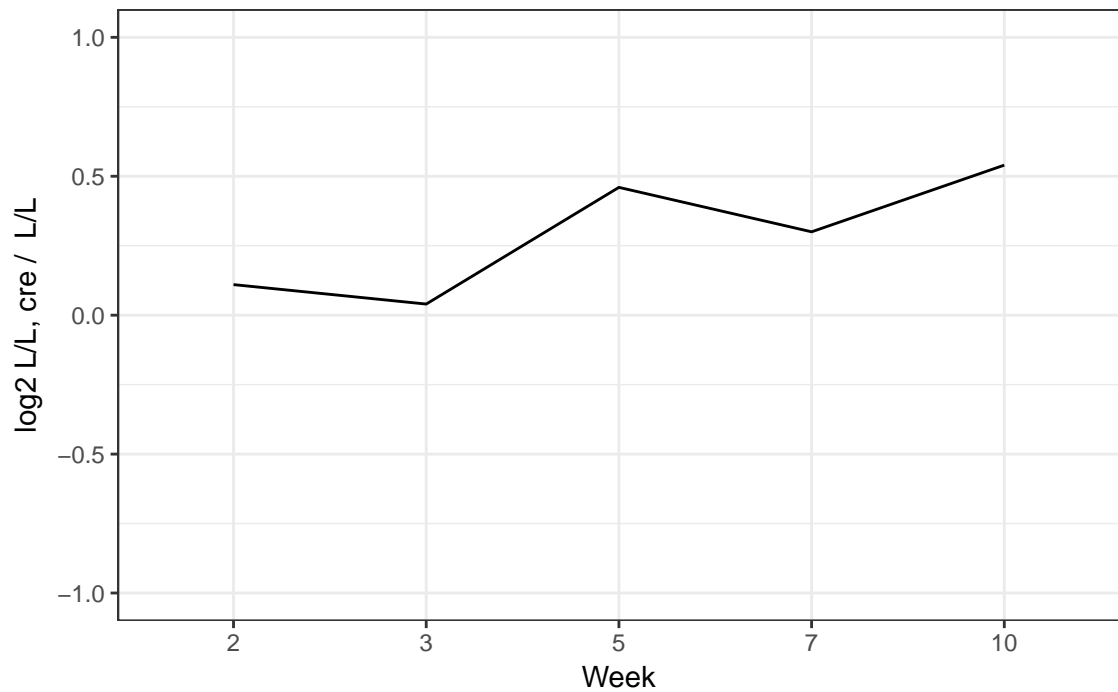

MRPL35 / Q9CQL6; adj.p value: 2e-05

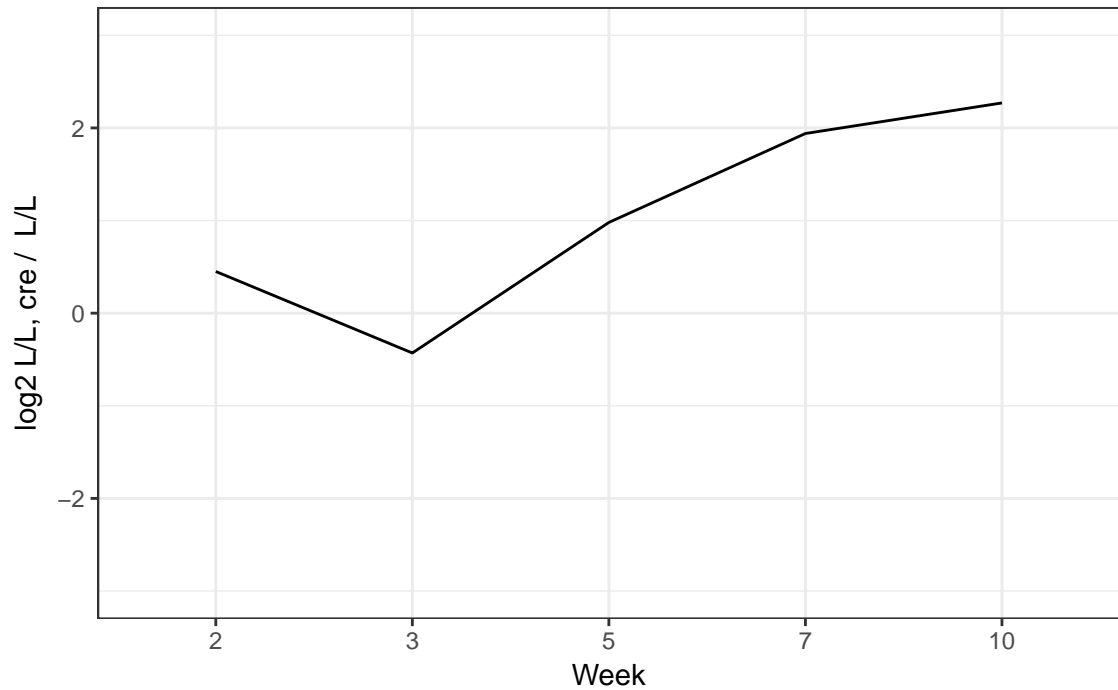

MRPL37 / Q921S7; adj.p value: 5e-05

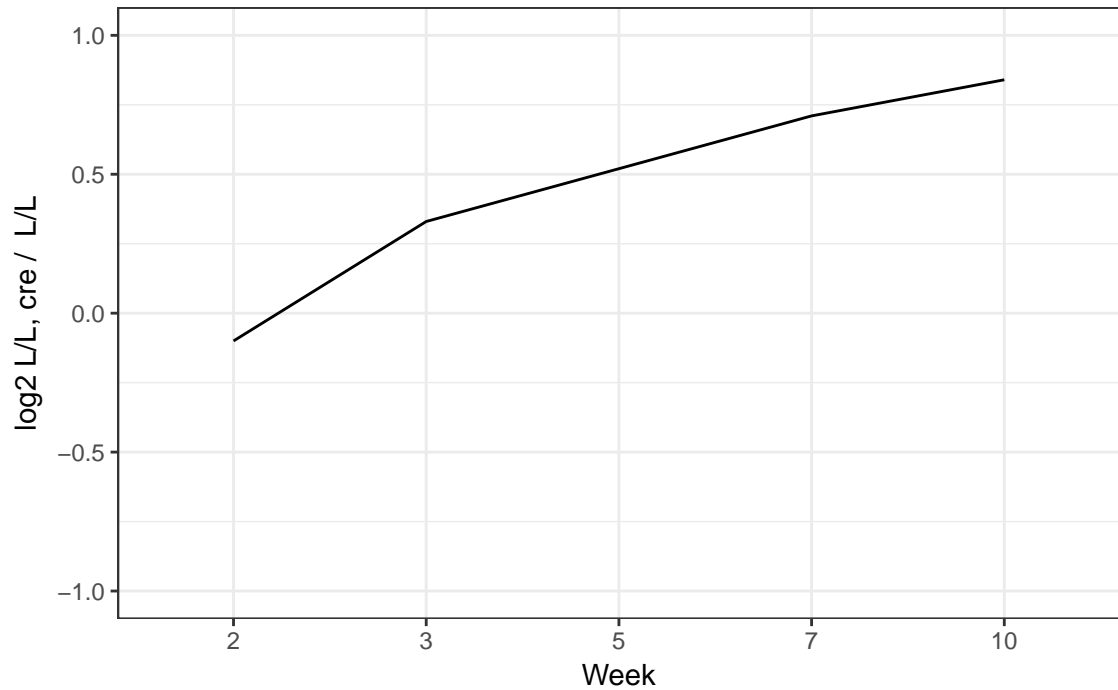

MRPL38 / Q8K2M0; adj.p value: 0.00033

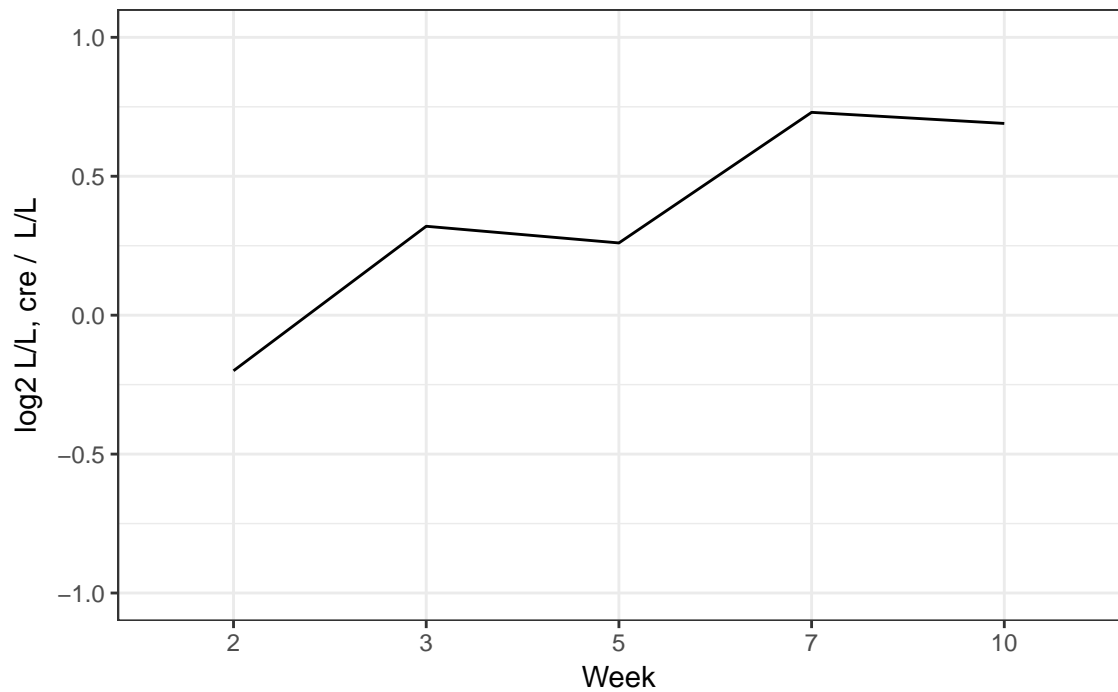

MRPL39 / Q9JKF7; adj.p value: 0

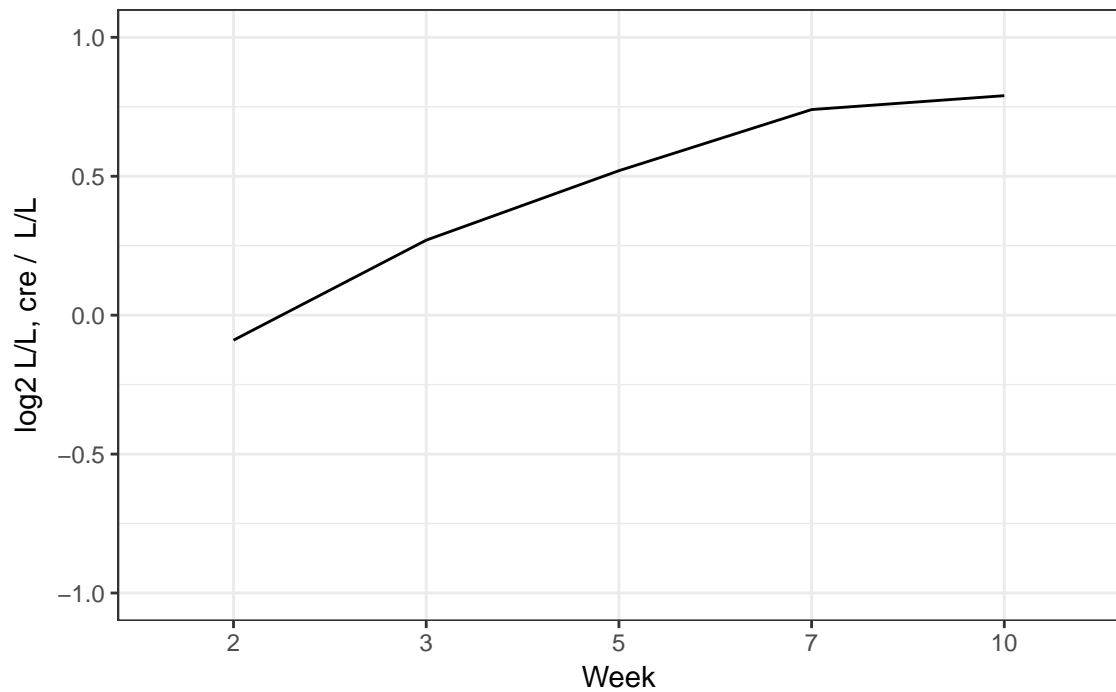

MRPL4 / Q9DCU6; adj.p value: 0.00035

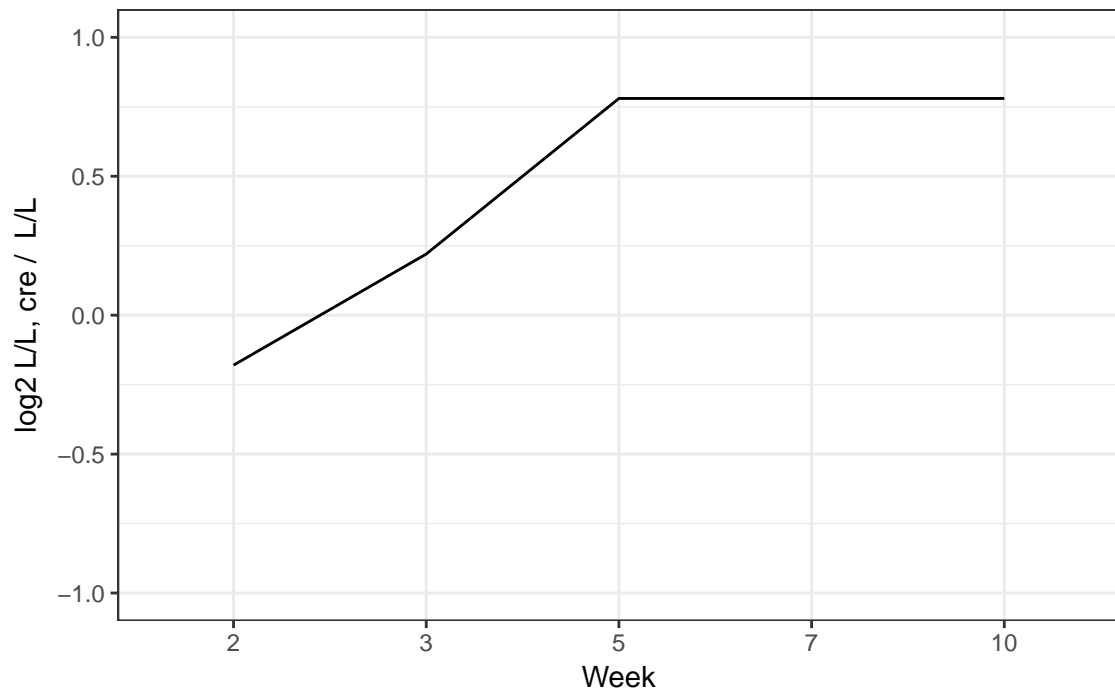

MRPL40 / D3Z7C0; adj.p value: 0.00031

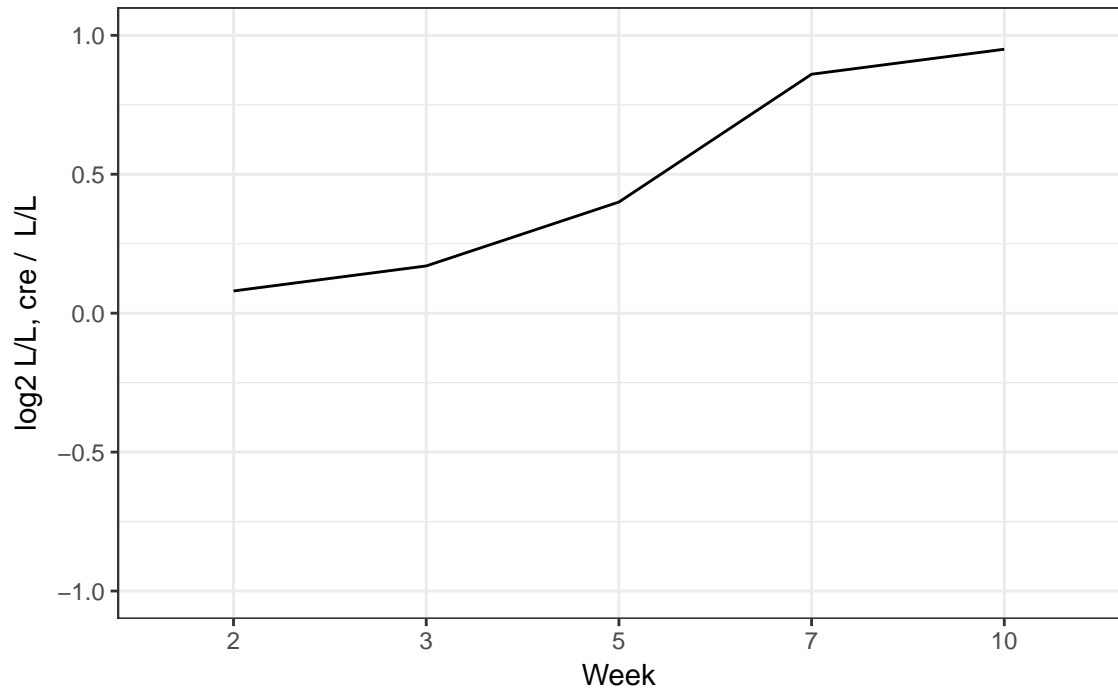

MRPL41 / Q9CQN7; adj.p value: 0.01356

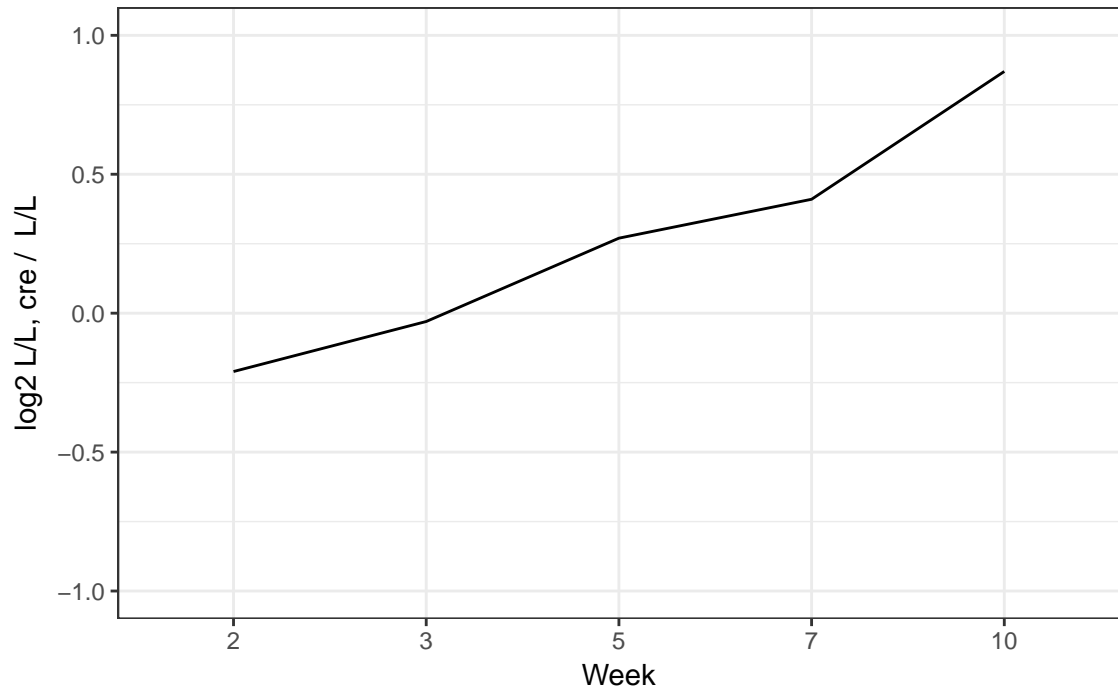

MRPL42 / Q9CPV3; adj.p value: 0.10029

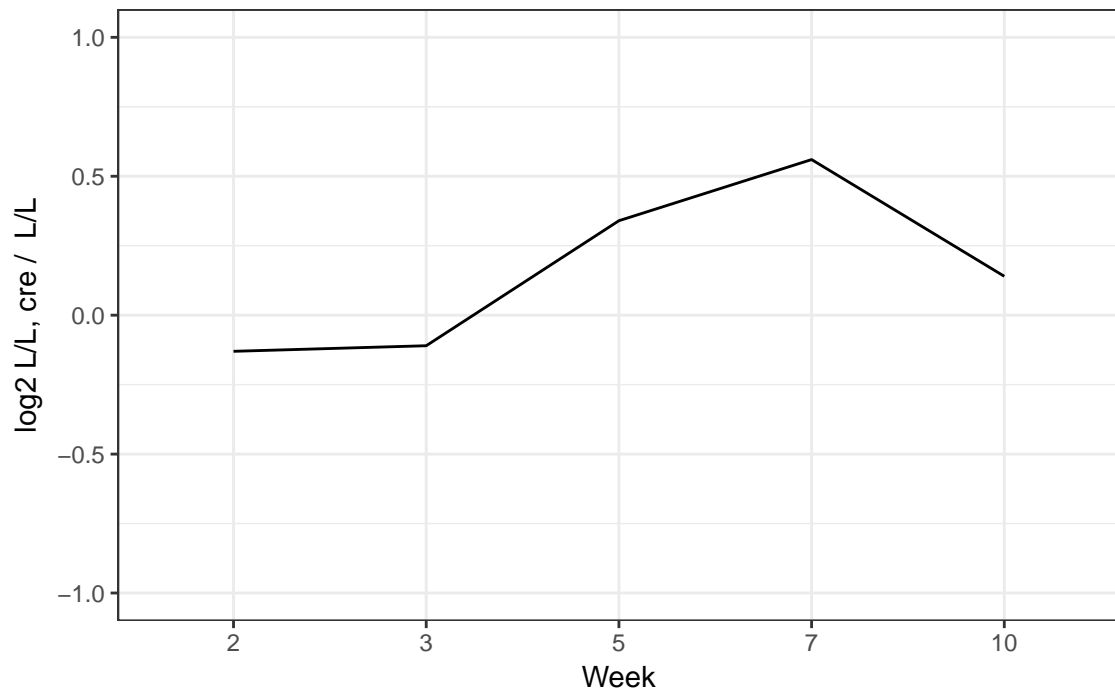

MRPL43 / Q5RL20; adj.p value: 0.00157

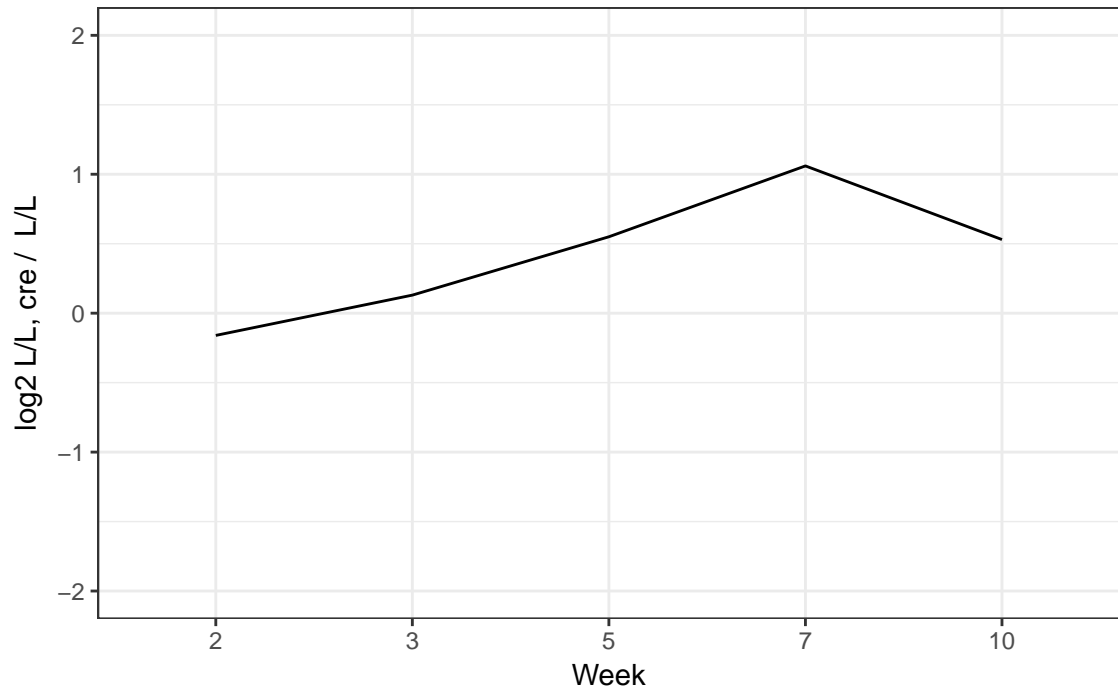

MRPL44 / Q9CY73; adj.p value: 0

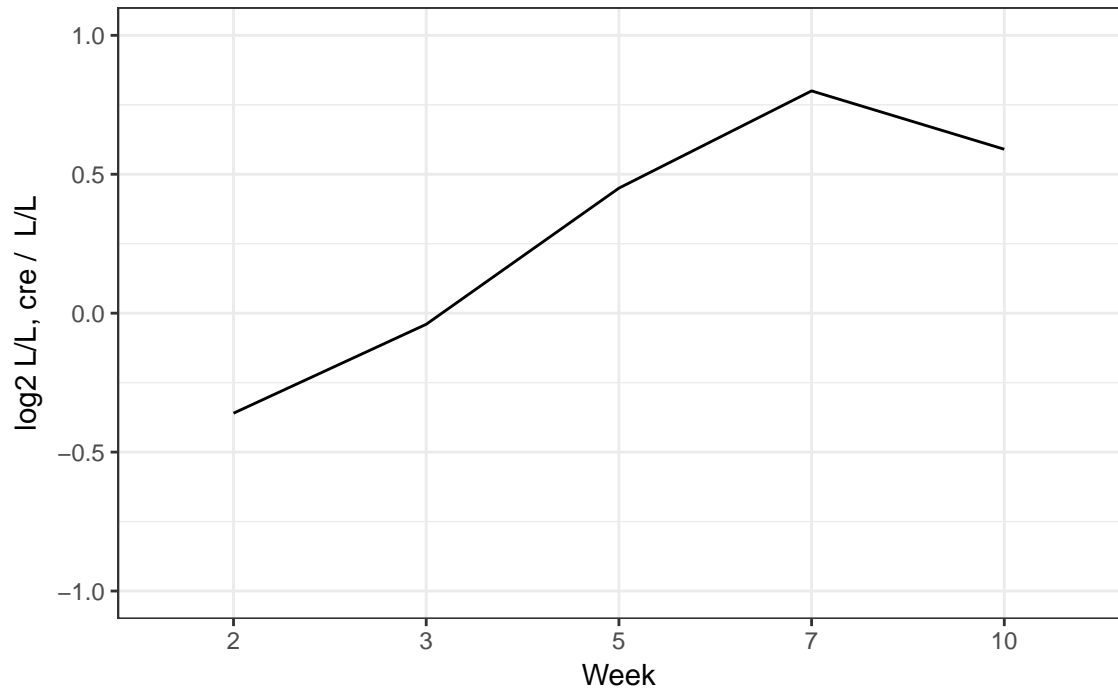

MRPL45 / Q9D0Q7; adj.p value: 1e-05

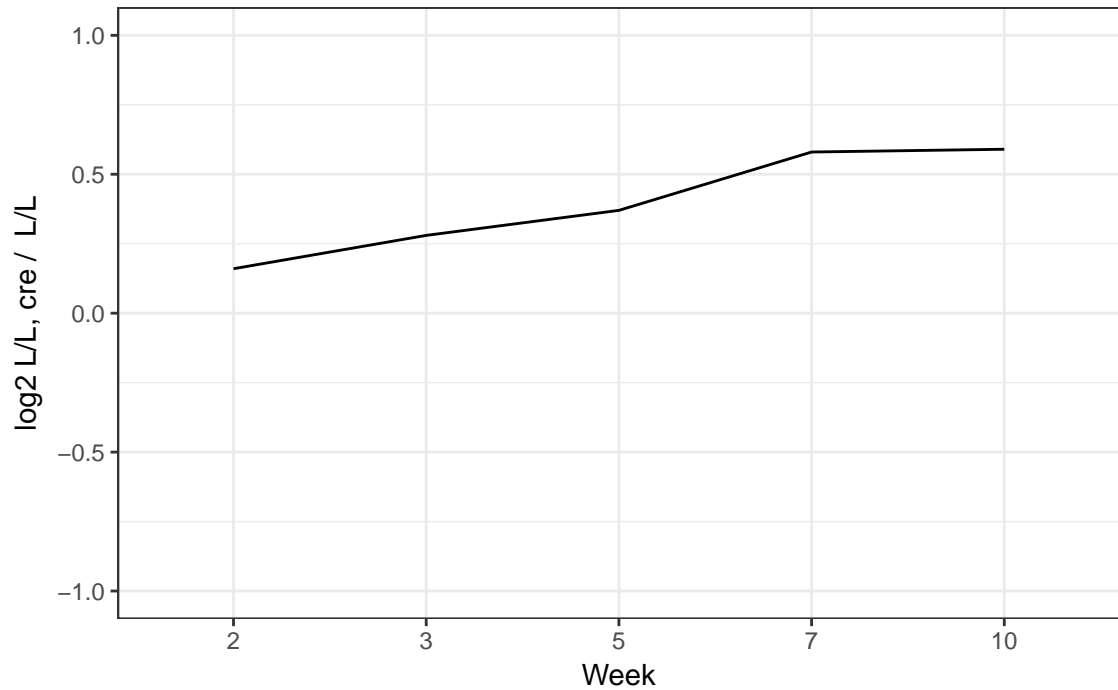

MRPL46 / Q9EQI8; adj.p value: 0

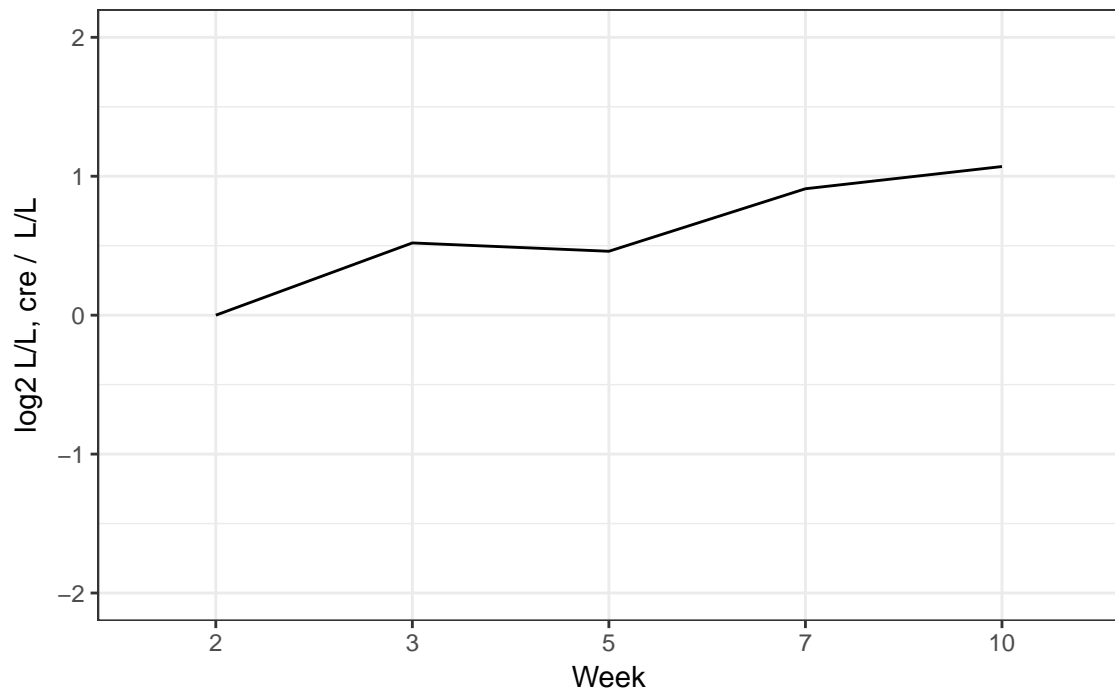

MRPL47 / Q8K2Y7; adj.p value: 0

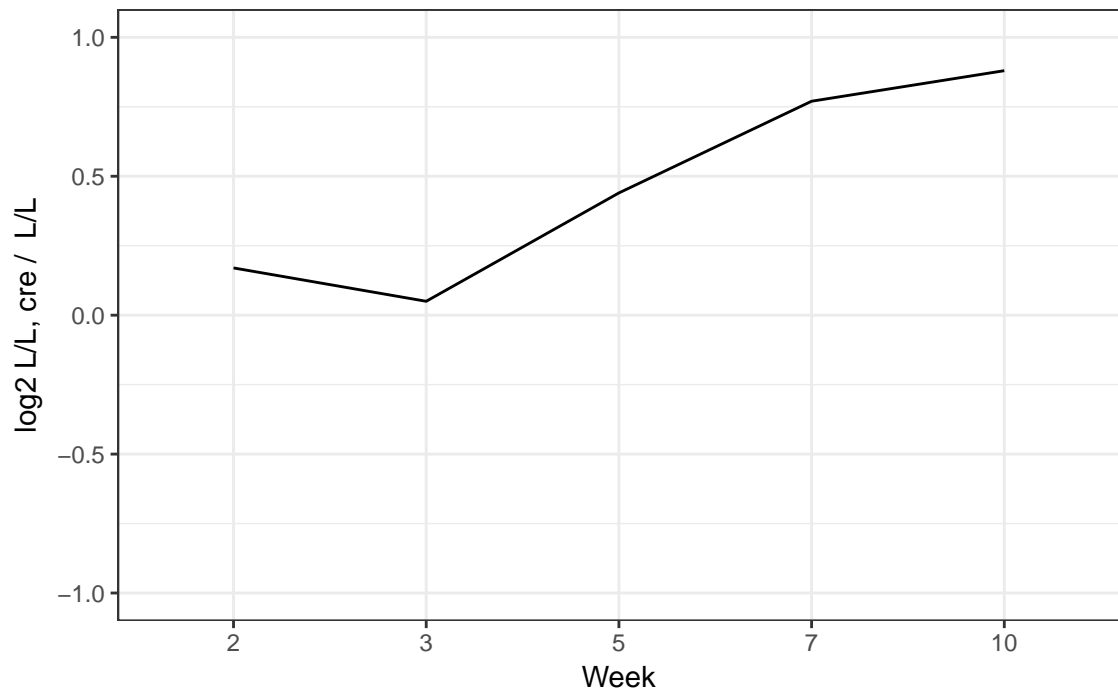

MRPL48 / E9QPQ8; adj.p value: 1e-05

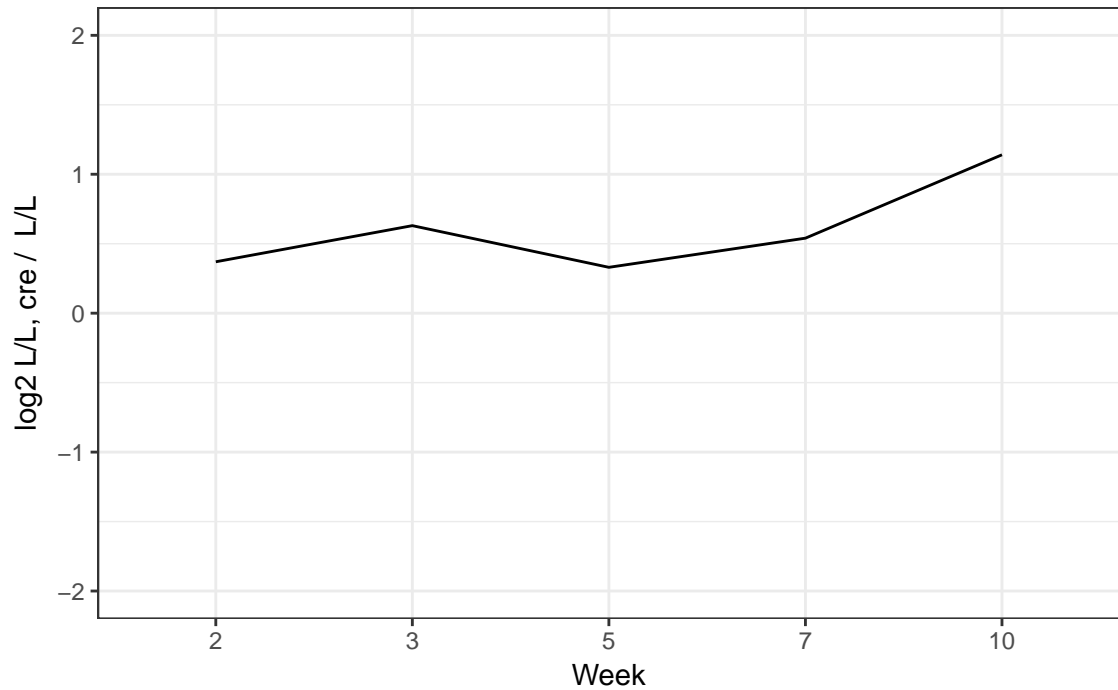

MRPL49 / Q9CQ40; adj.p value: 0.00875

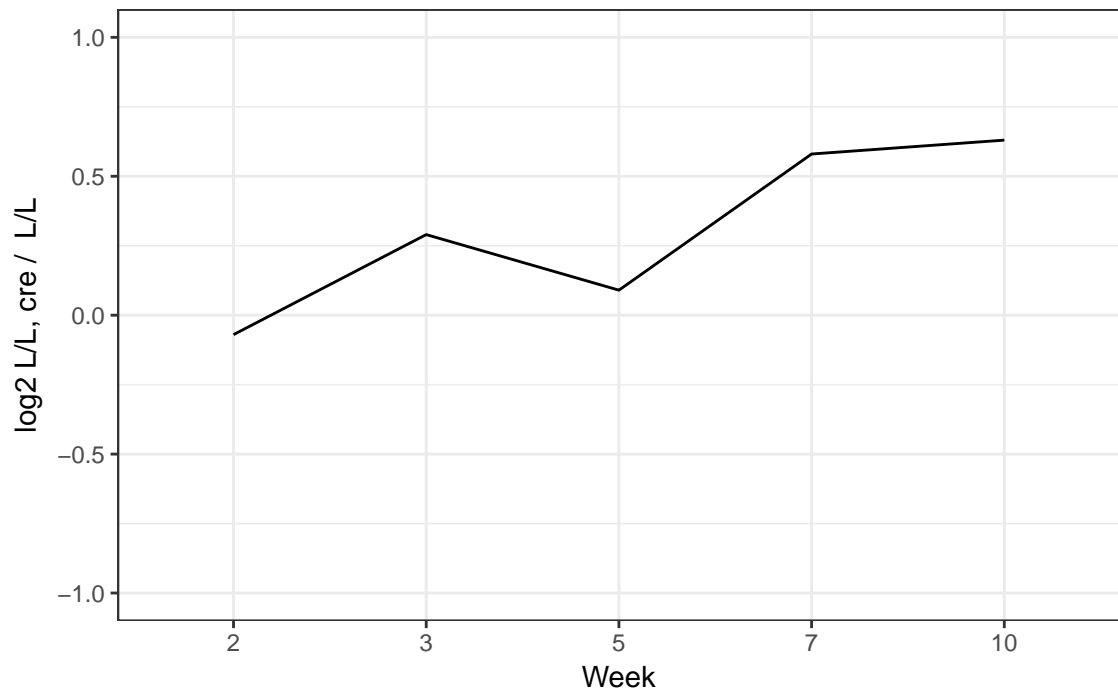

MRPL50 / Q8VDT9; adj.p value: 0.00012

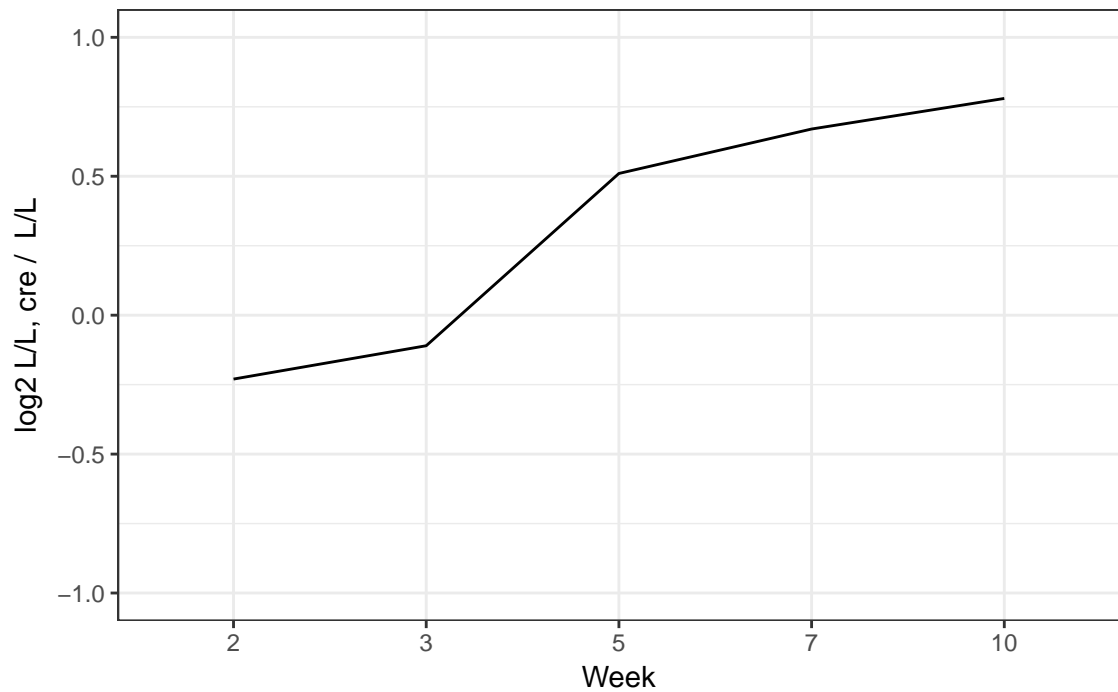

MRPL51 / Q9CPY1; adj.p value: 0.124

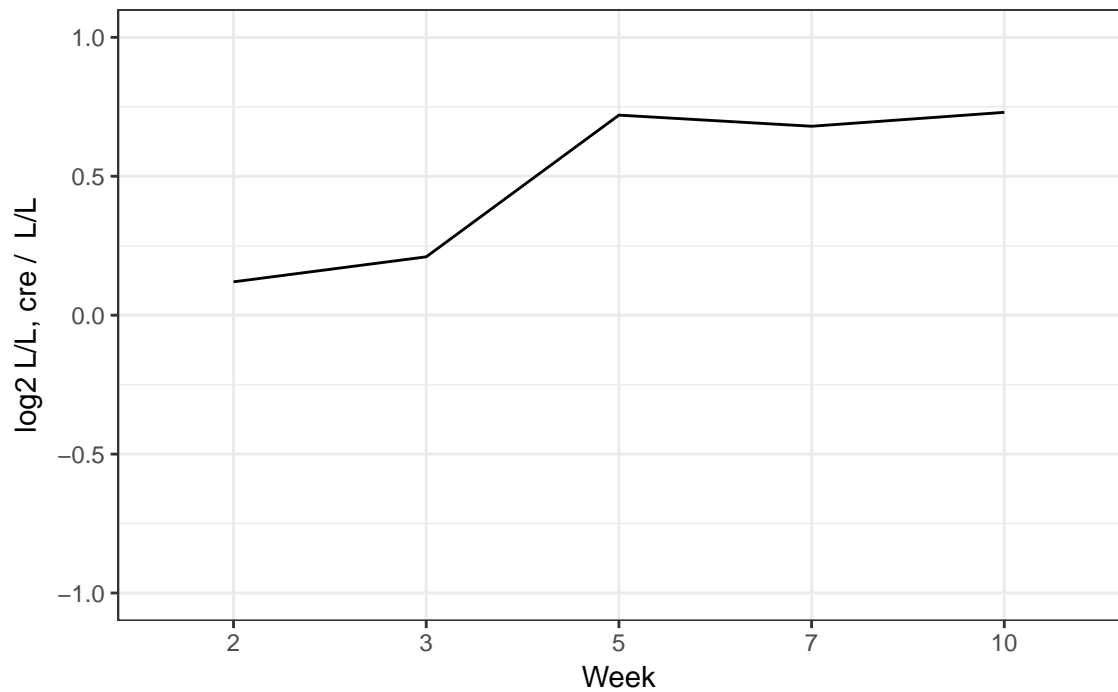

MRPL52 / Q9D0Y8; adj.p value: 0.22553

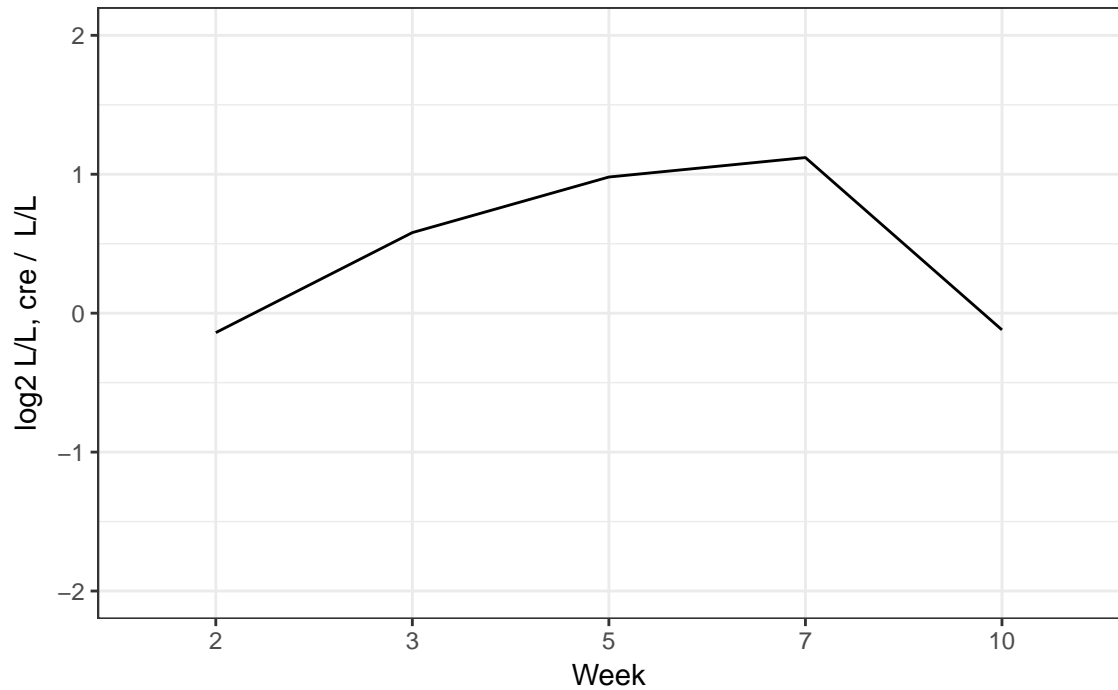

MRPL53 / Q9D1H8; adj.p value: 0.00019

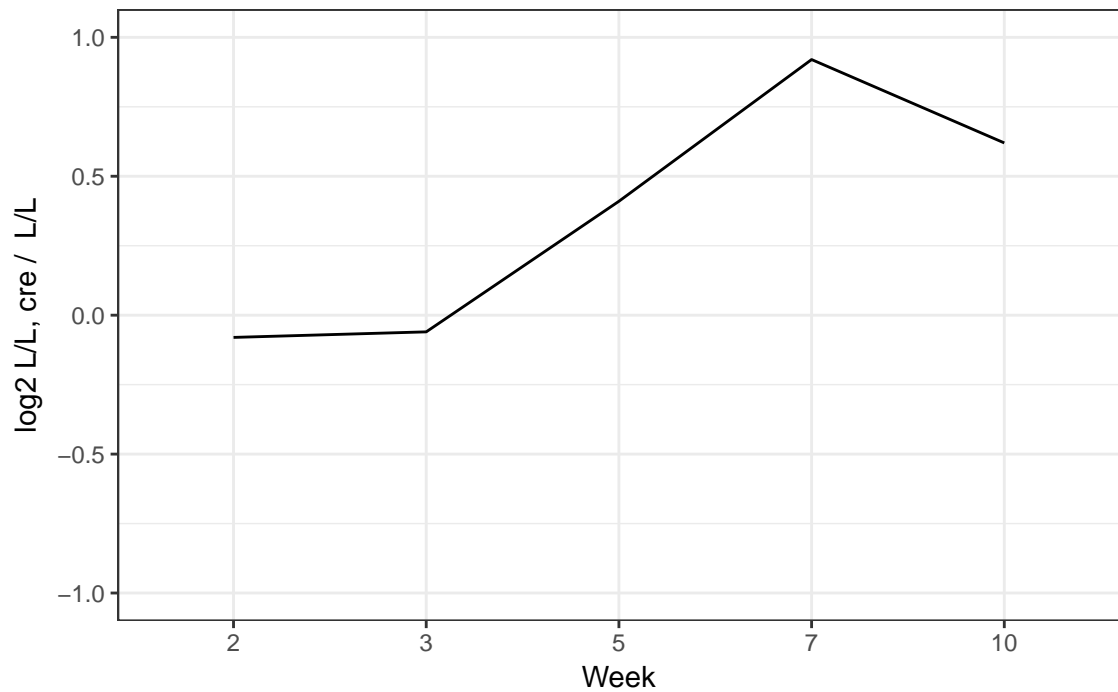

MRPL54 / Q9CPW3; adj.p value: 0

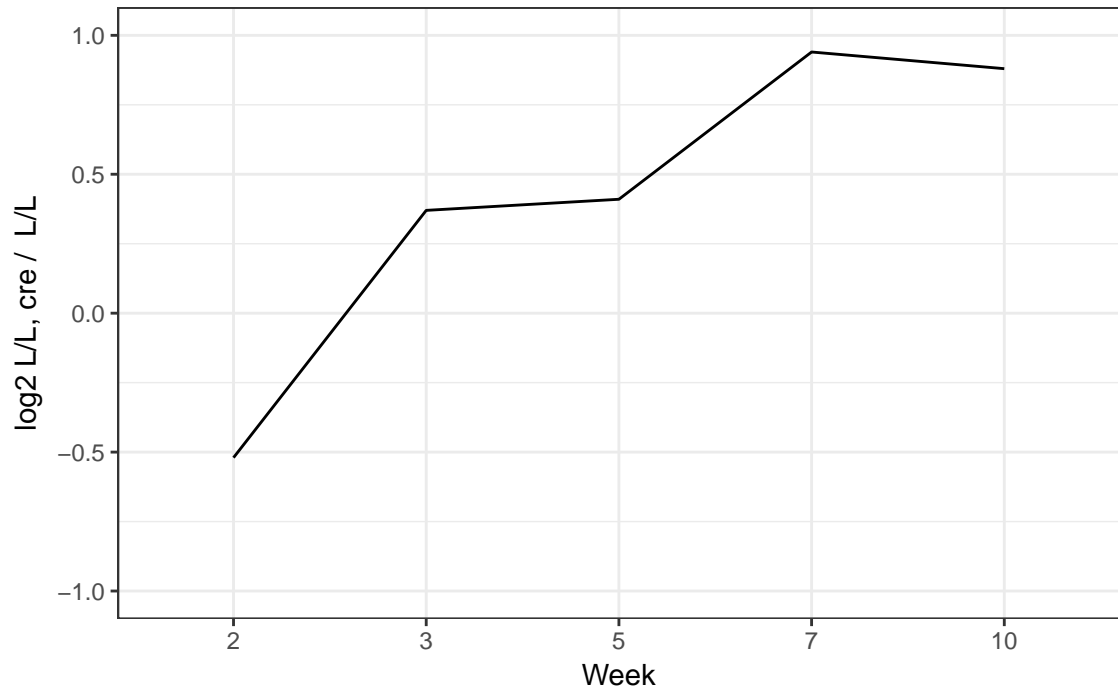

MRPL55 / Q9CZ83; adj.p value: 7e-05

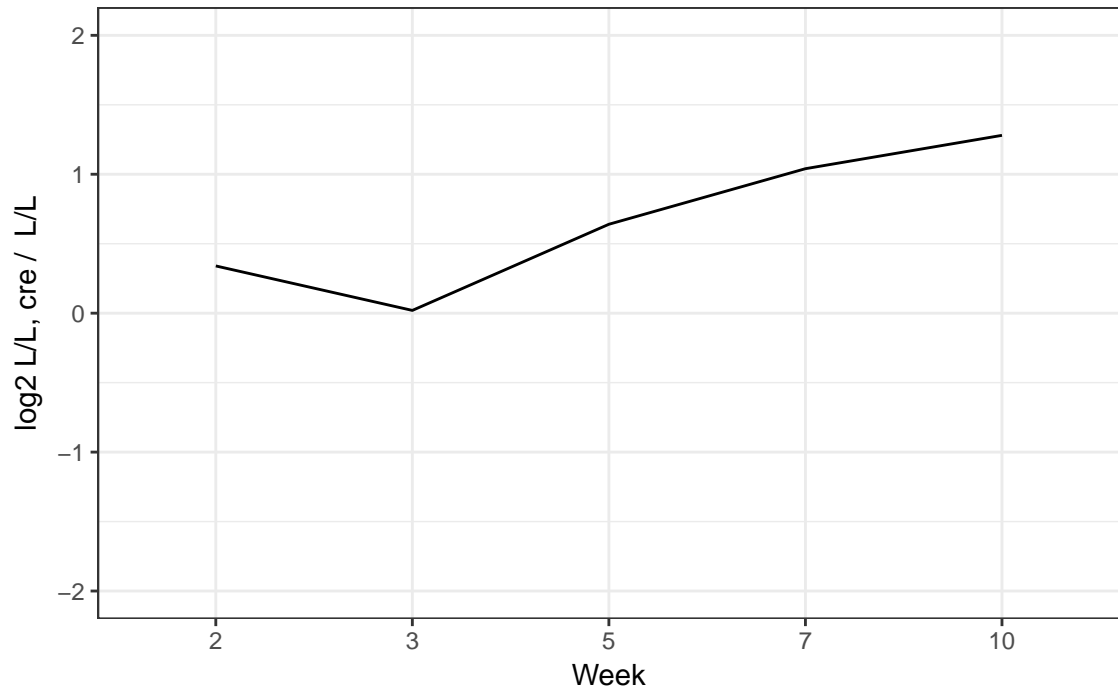

MRPL57 / Q9CQF8; adj.p value: 0.00037

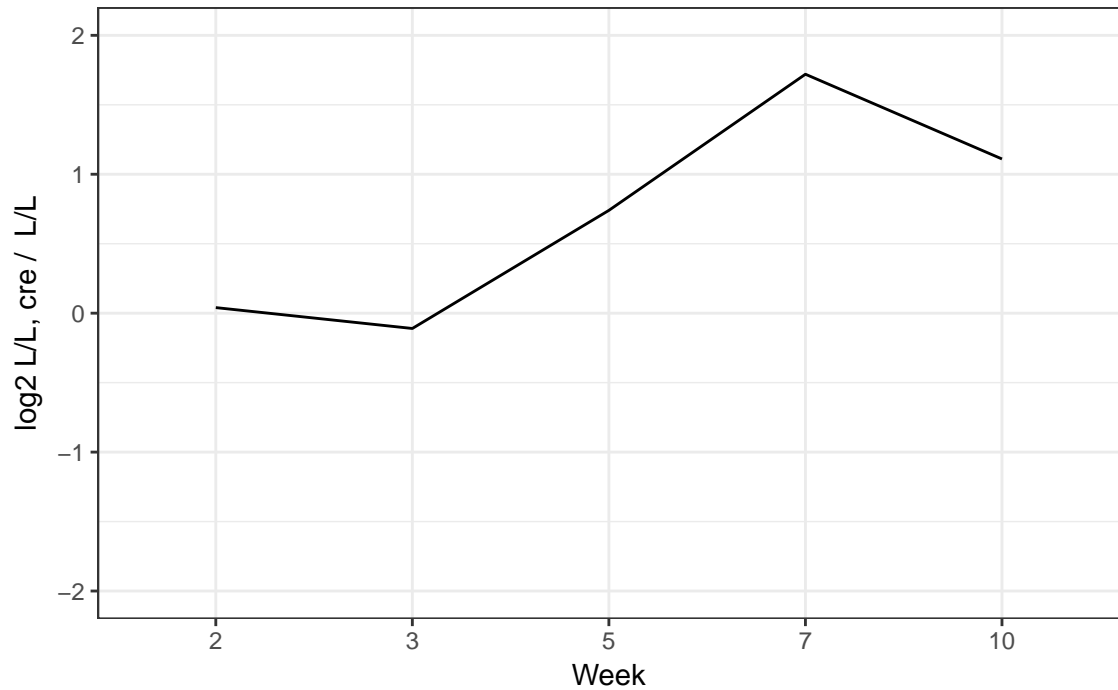

MRPL58 / Q8R035; adj.p value: 0.00517

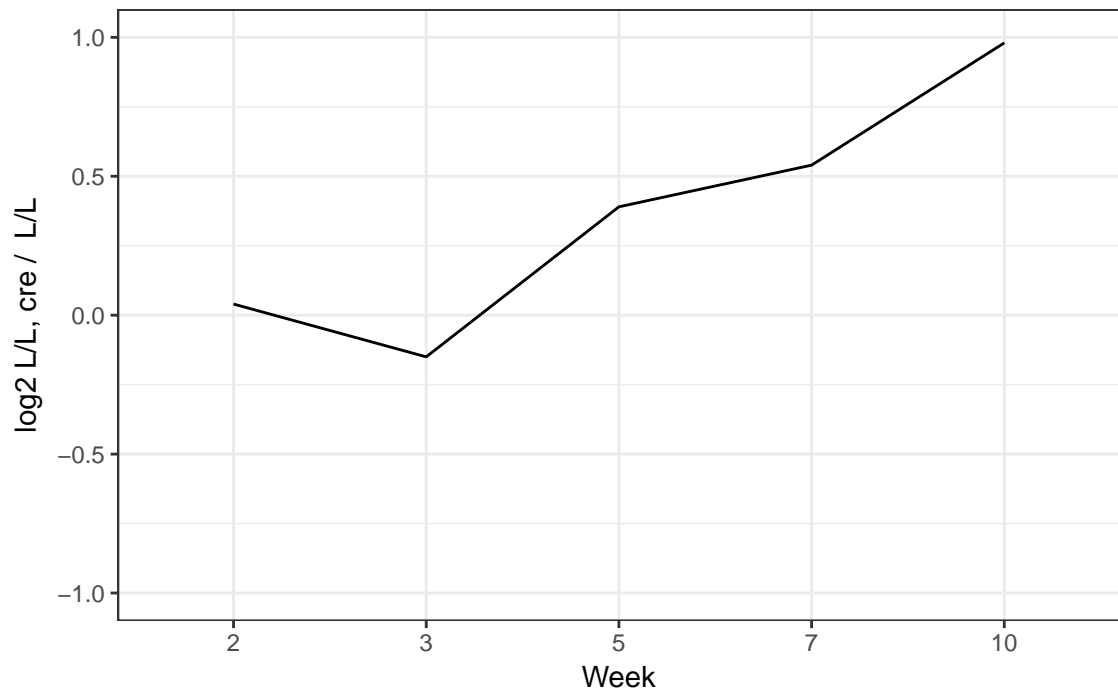

MRPL59 / Q9CR59; adj.p value: 0.00093

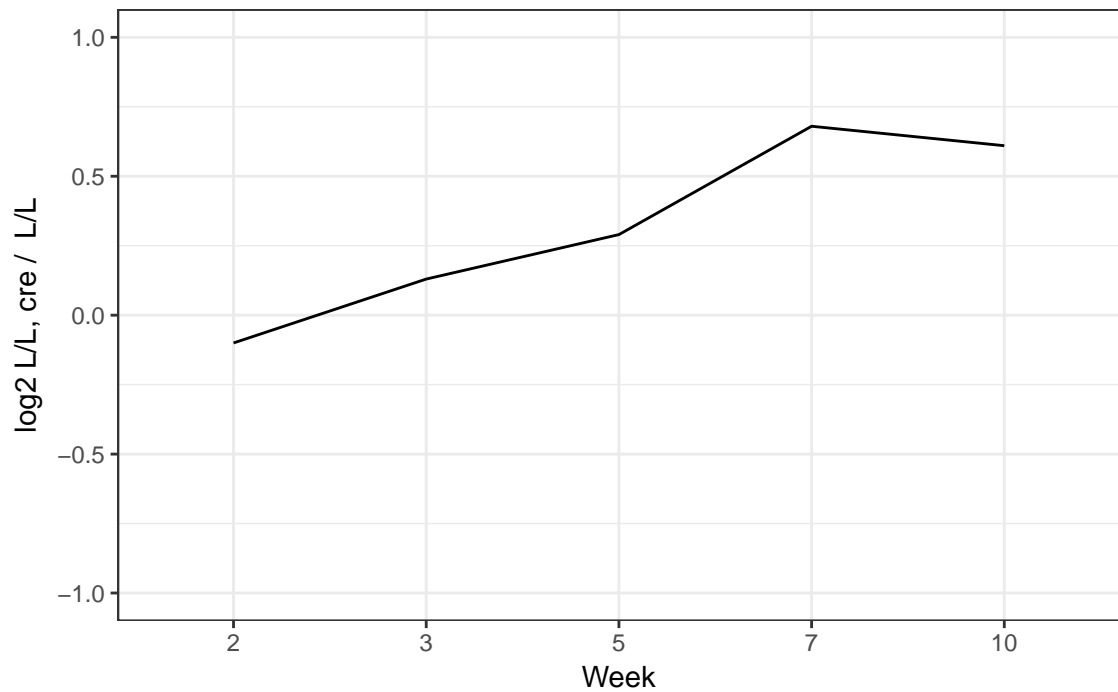

MRPL9 / Q99N94; adj.p value: 2e-05

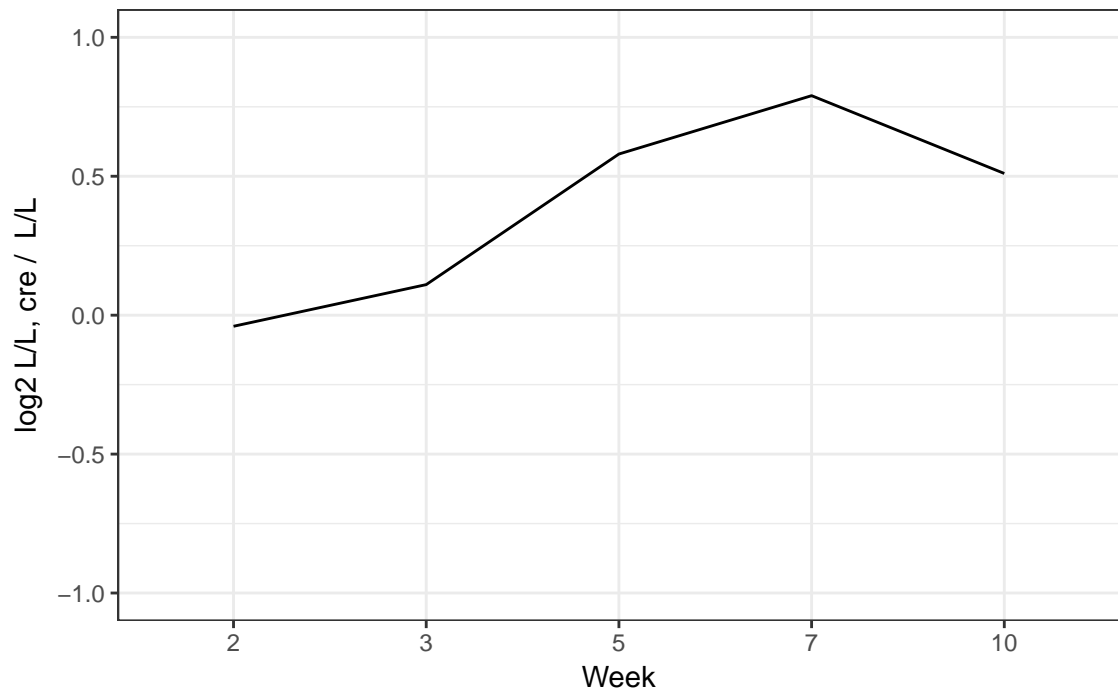

MRPS10 / E9QJS0; adj.p value: 0

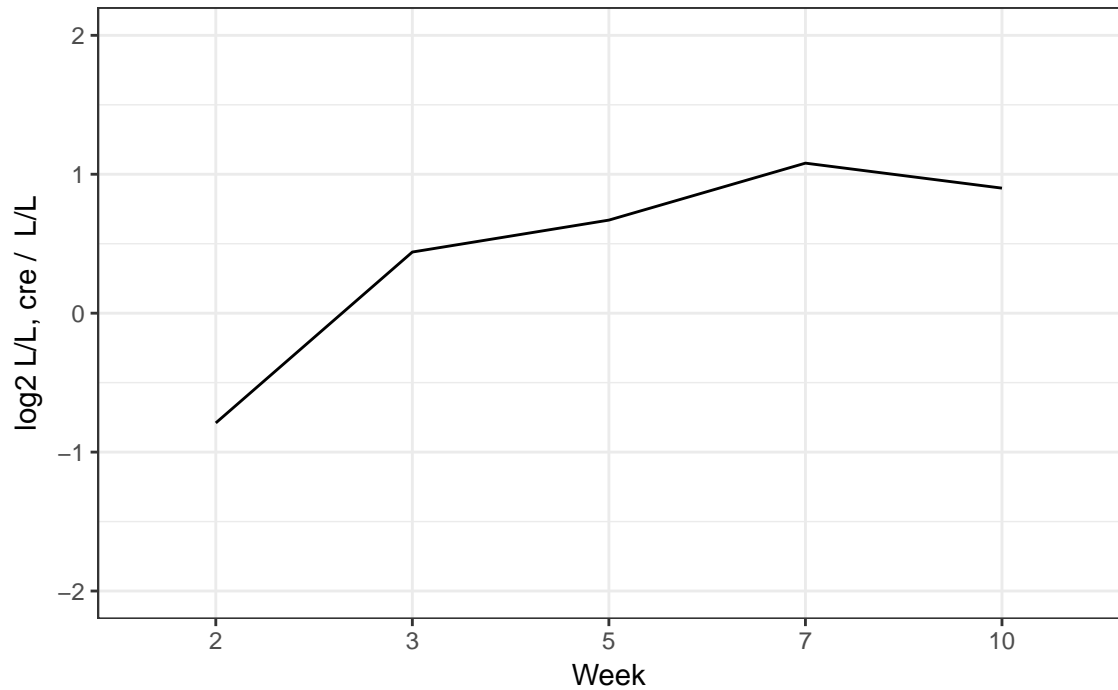

MRPS11 / Q3U8Y1; adj.p value: $2e-05$

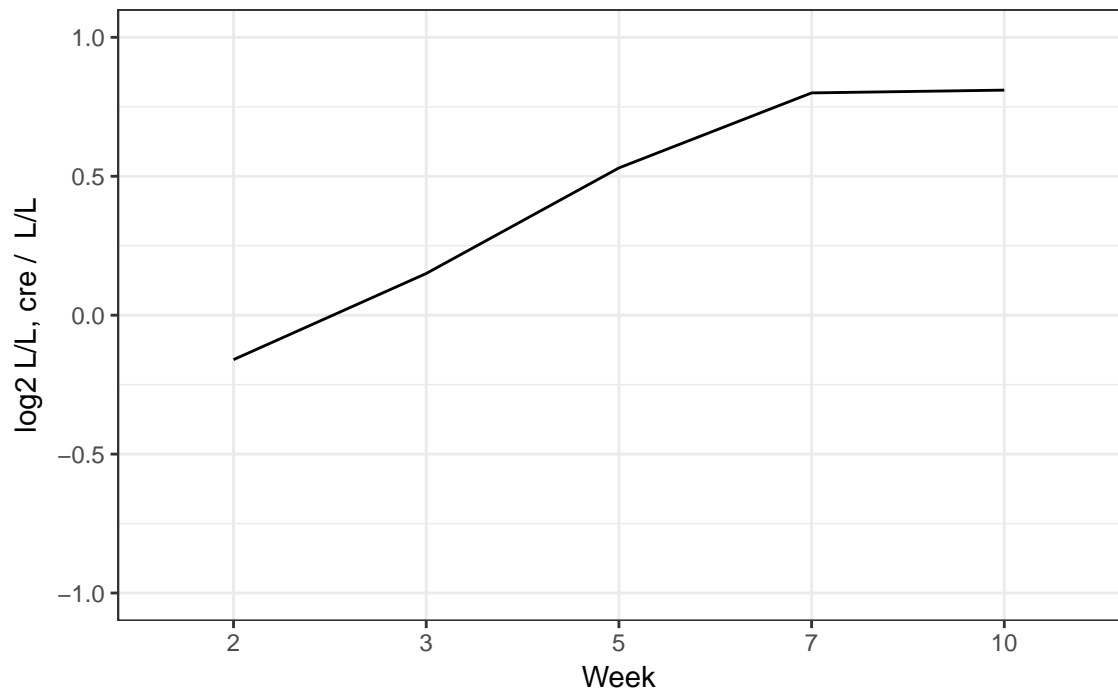

MRPS12 / O35680; adj.p value: 0.01033

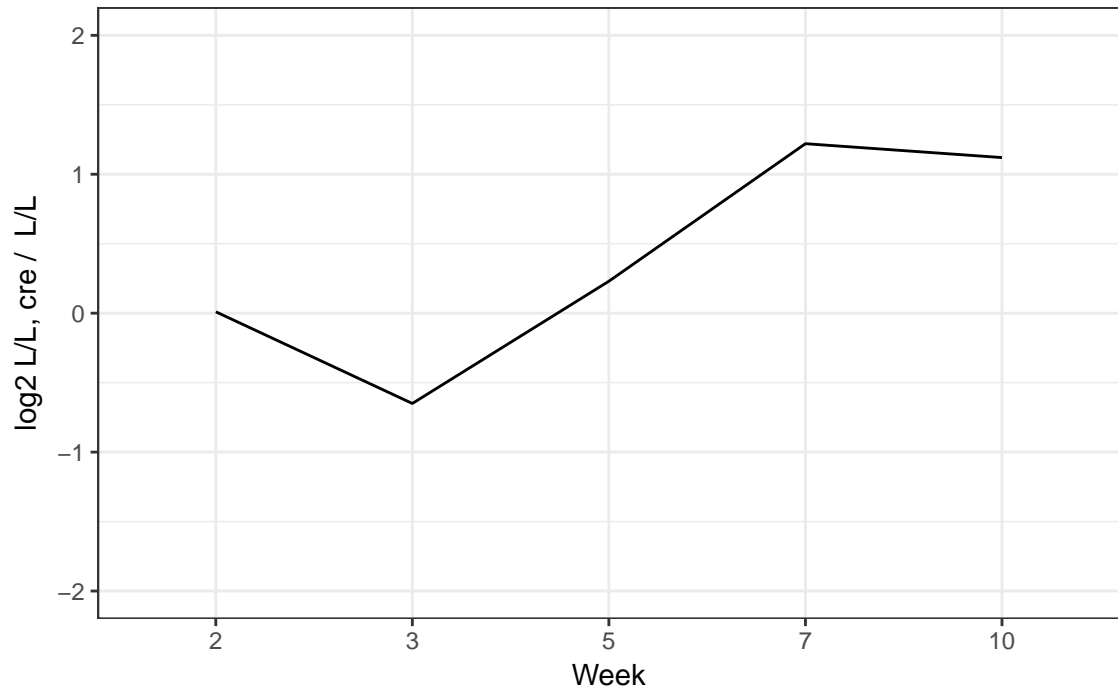

MRPS14 / D3Z2K2; adj.p value: 0

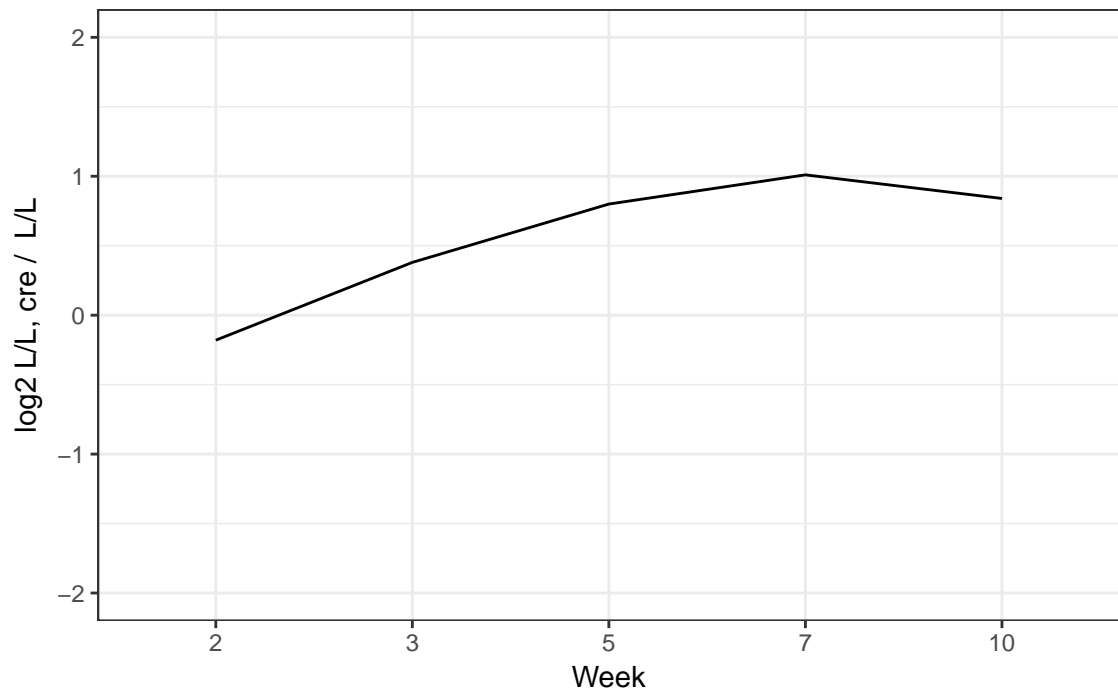

MRPS15 / Q9DC71; adj.p value: 0

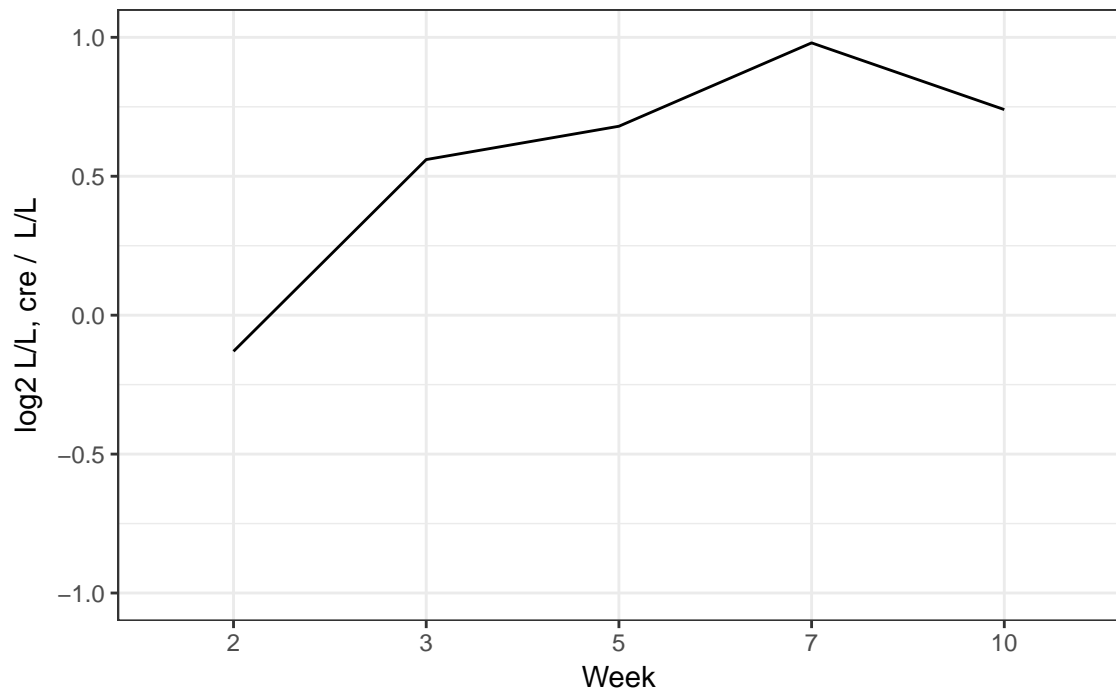

MRPS16 / Q9CPX7; adj.p value: 0.00026

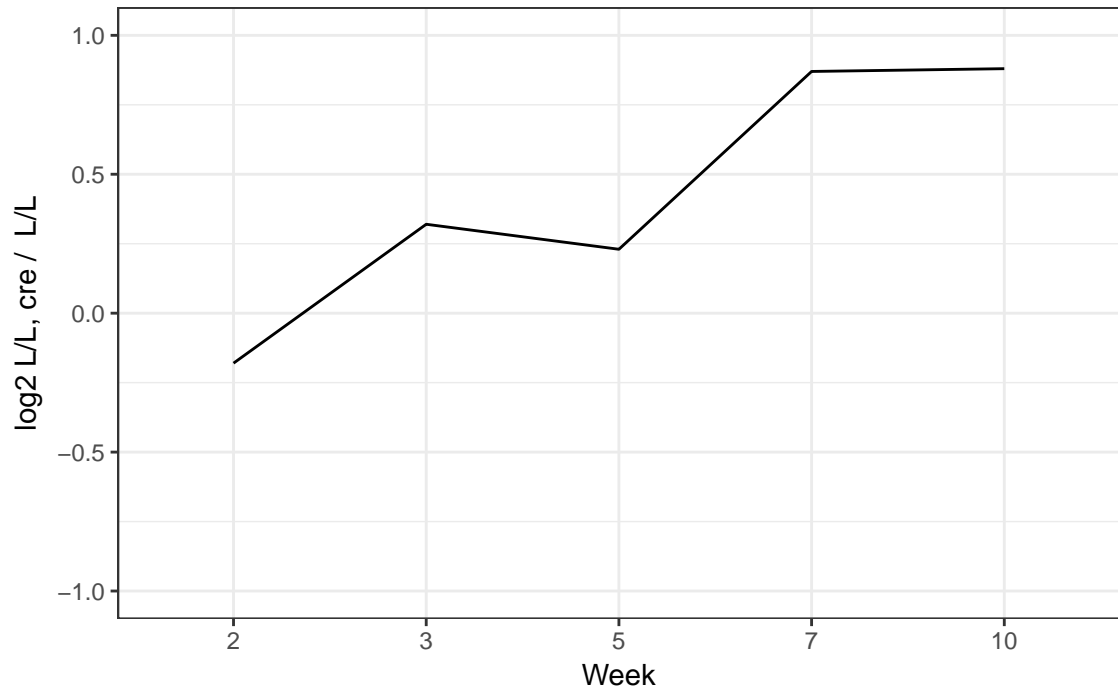

MRPS17 / Q9CQE3; adj.p value: 0

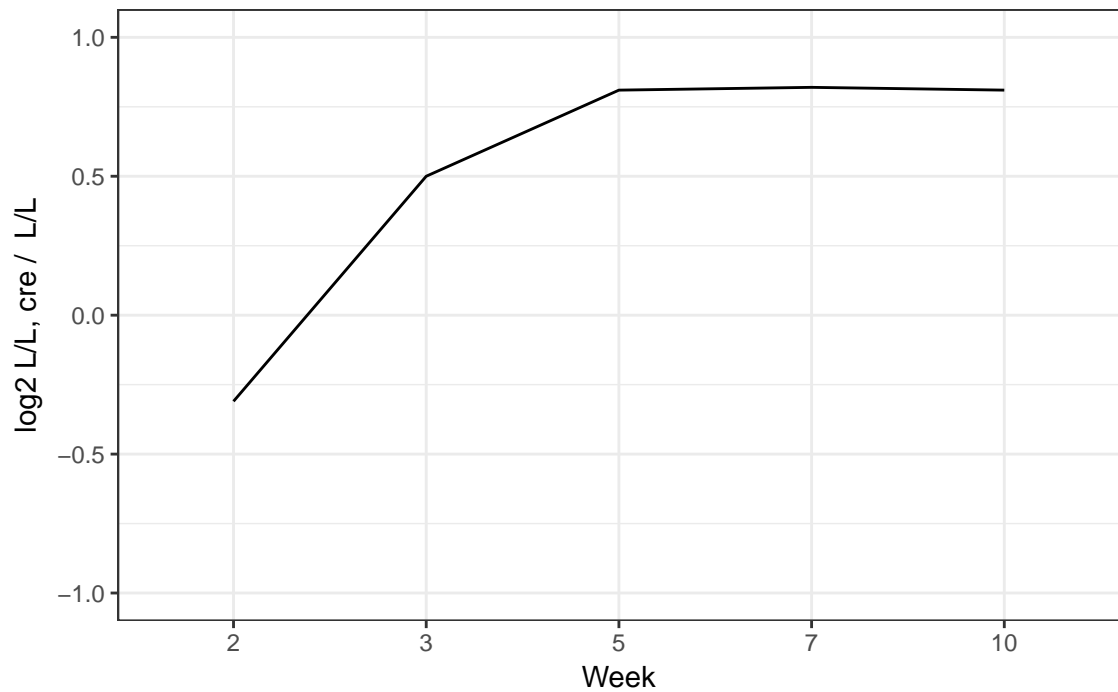

MRPS18A / Q5U5I3; adj.p value: 0.03087

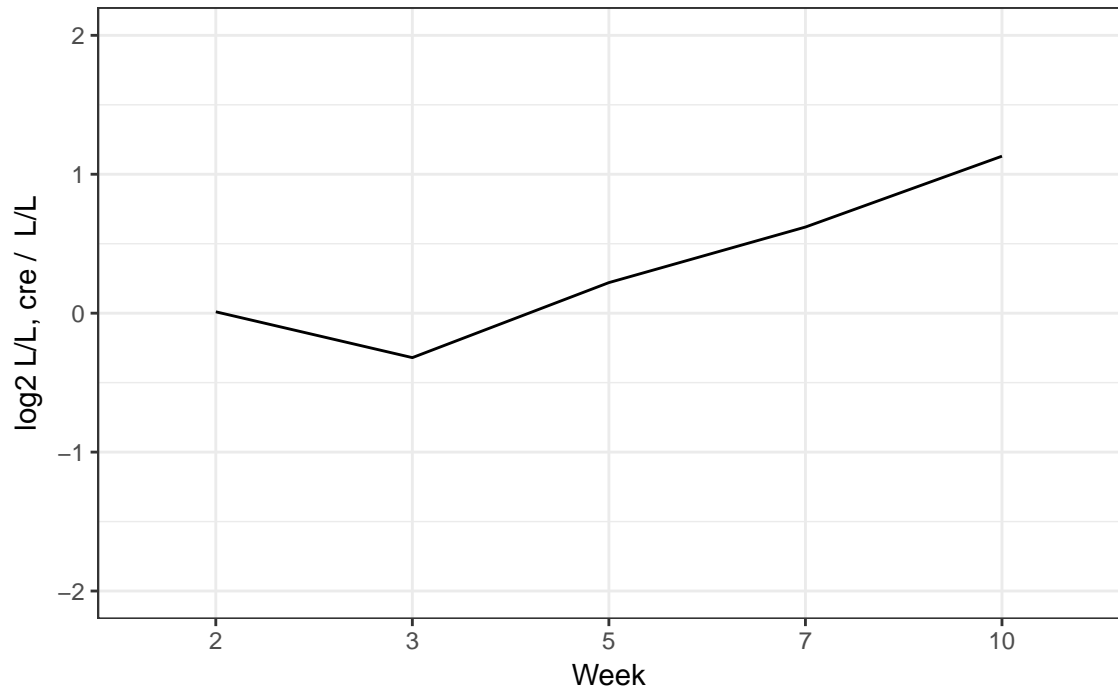

MRPS18B / Q99N84; adj.p value: 0

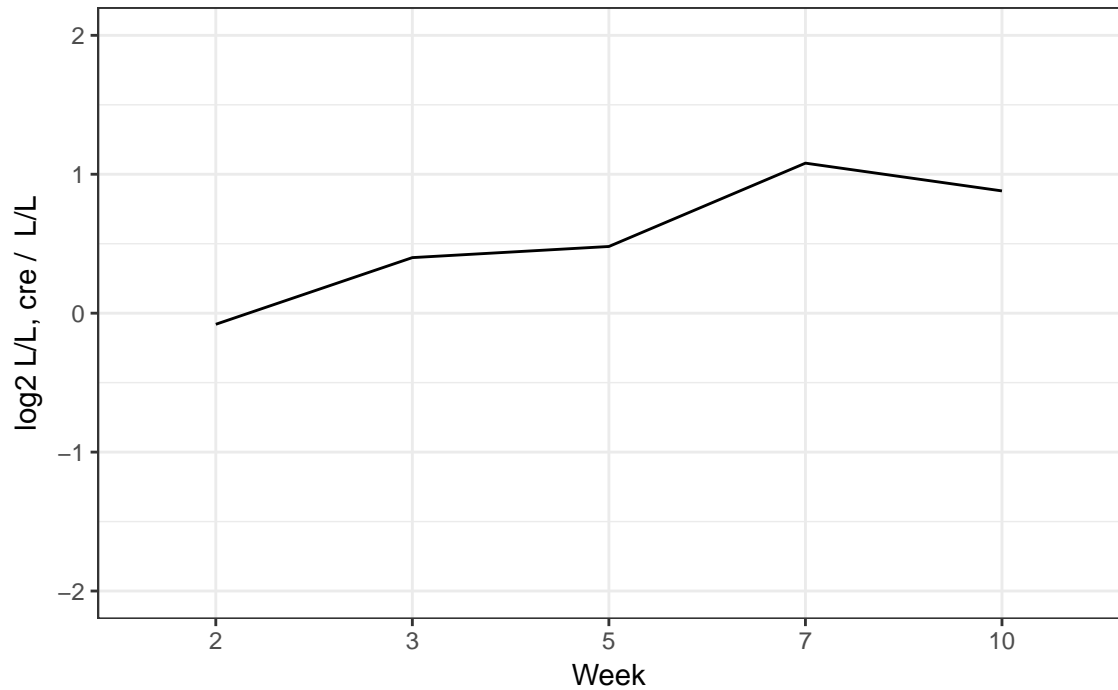

MRPS18C / Q8R2L5; adj.p value: 0.00278

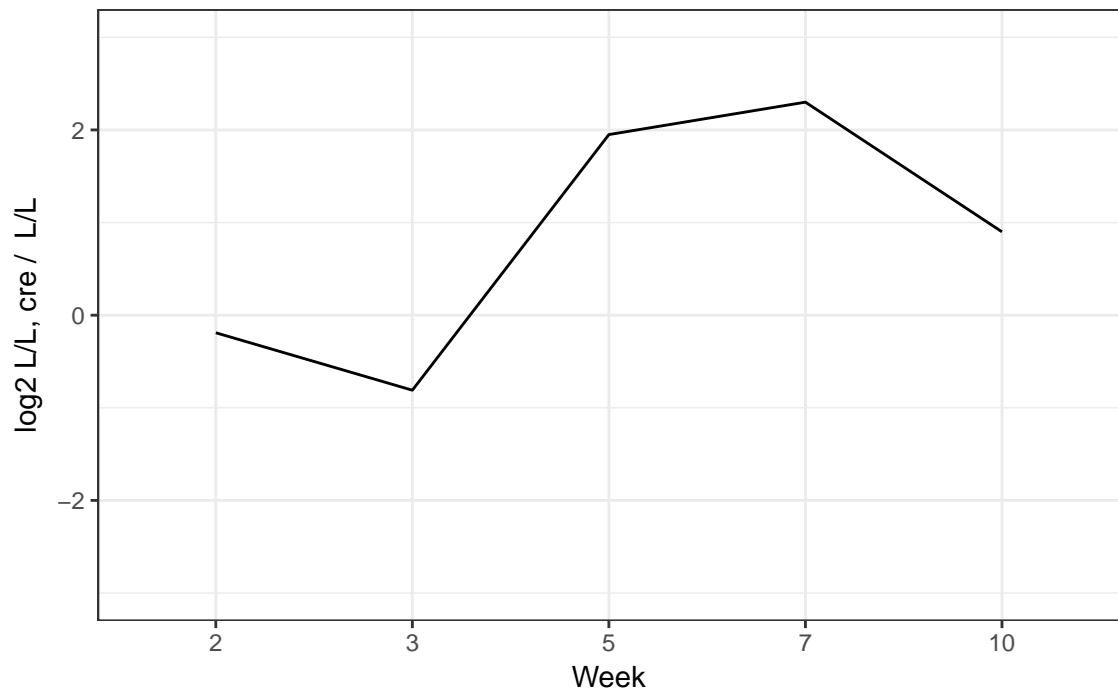

MRPS2 / Q924T2; adj.p value: 0

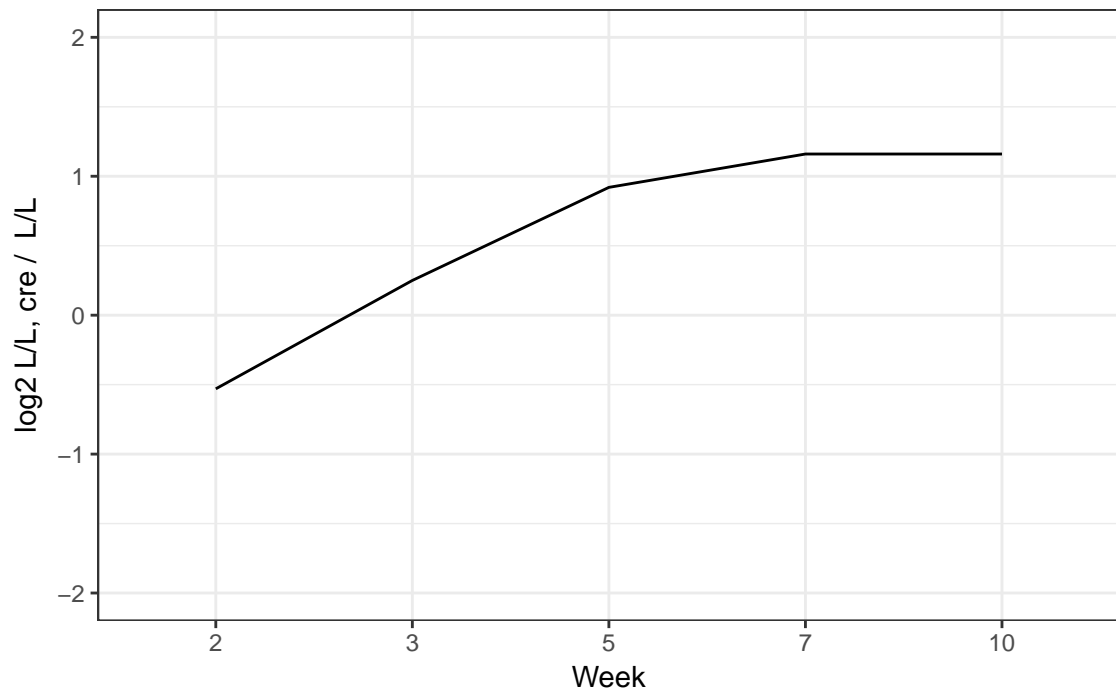

MRPS21 / P58059; adj.p value: 2e-05

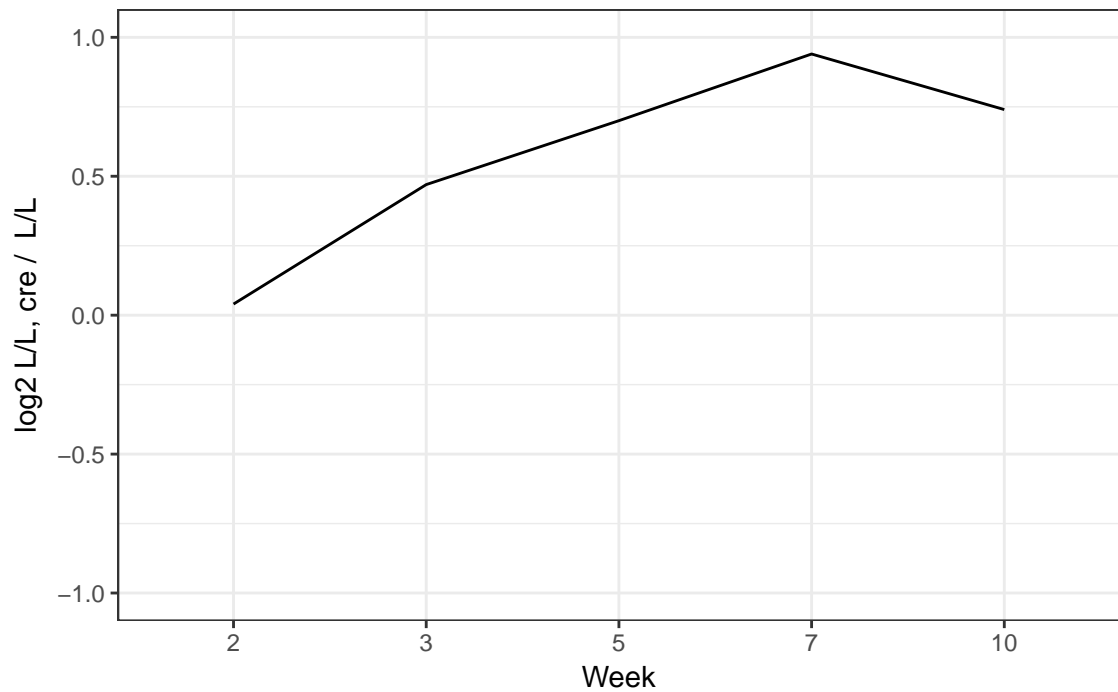

MRPS22 / Q9CXW2; adj.p value: 0

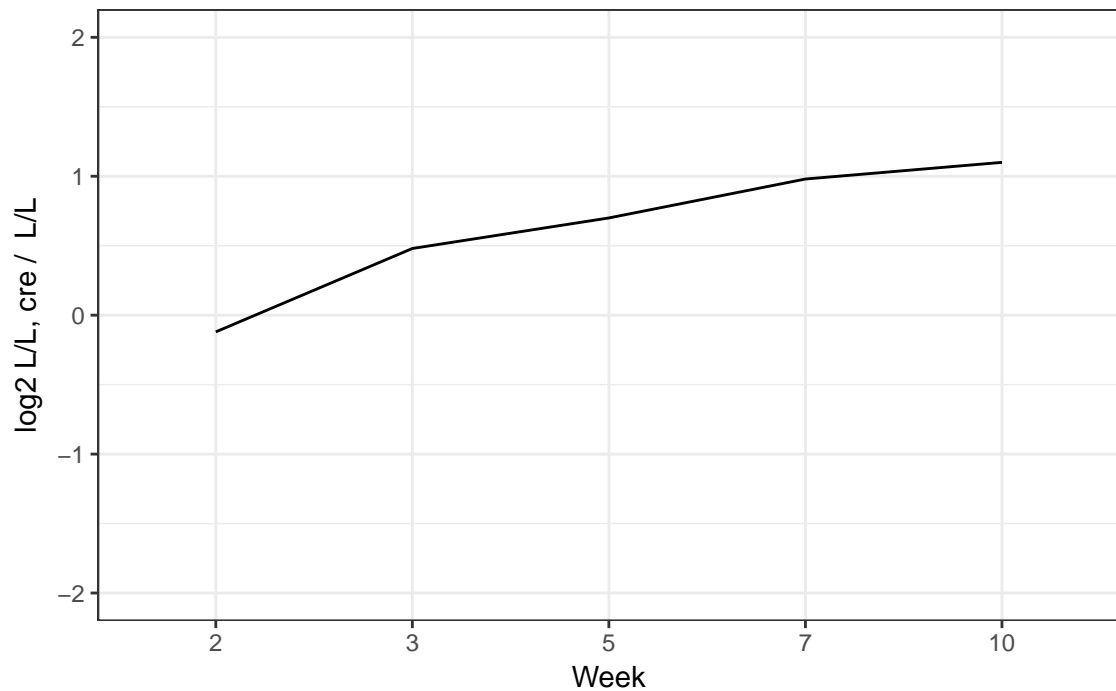

MRPS23 / Q8VE22; adj.p value: 0

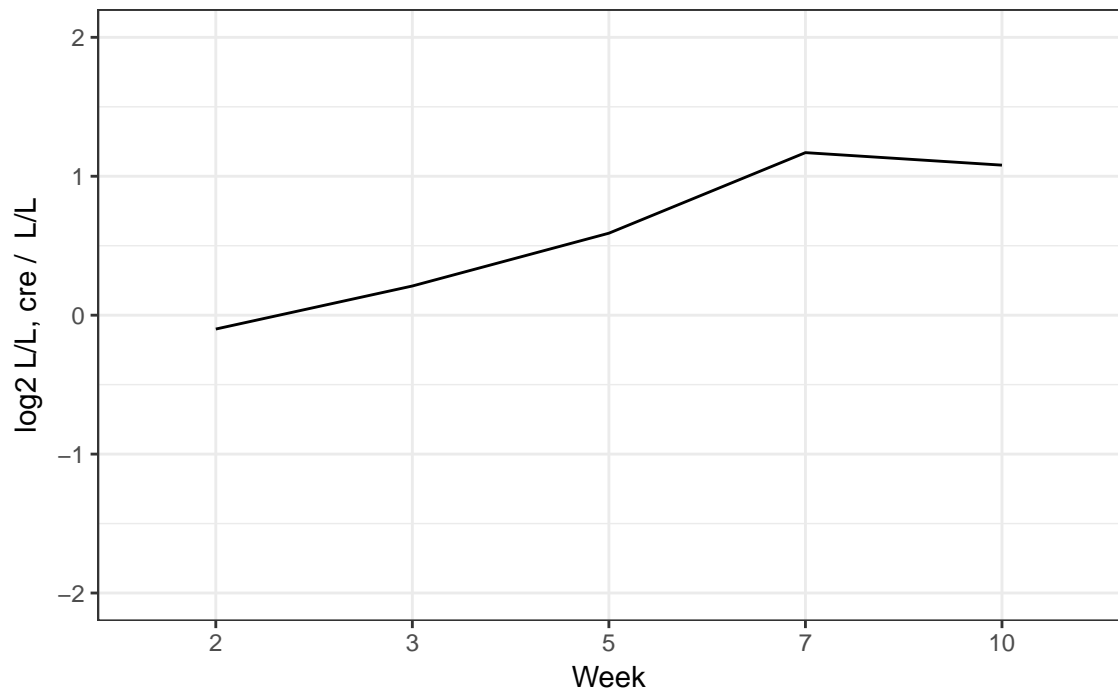

MRPS24 / Q9CQV5; adj.p value: 0

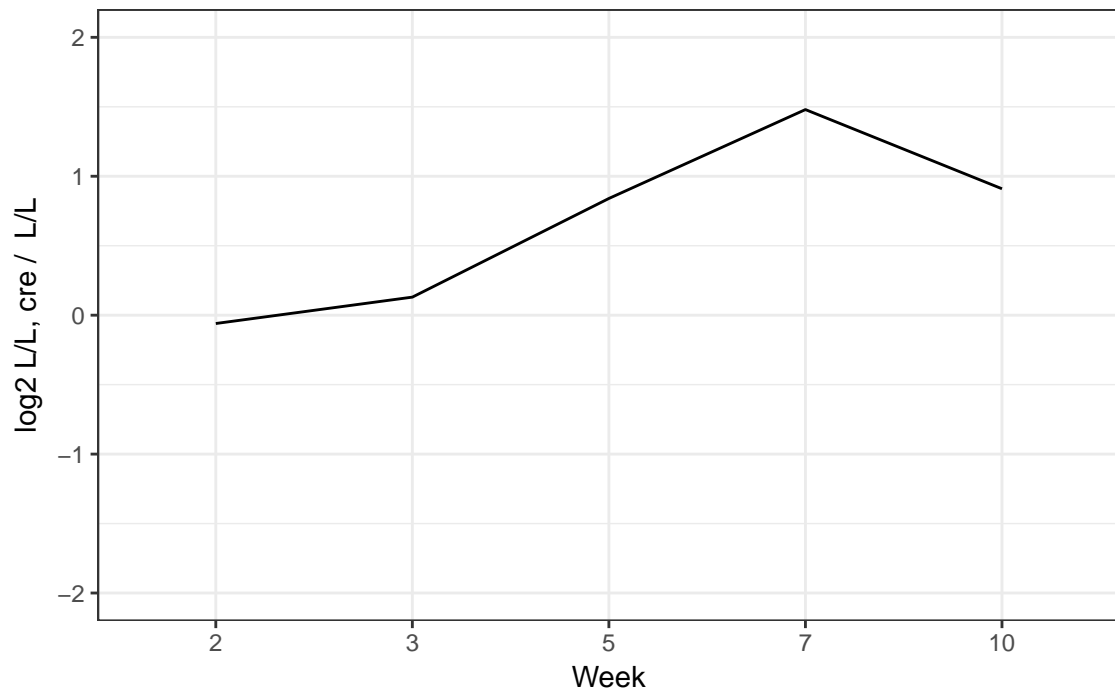

MRPS25 / Q9D125; adj.p value: 0

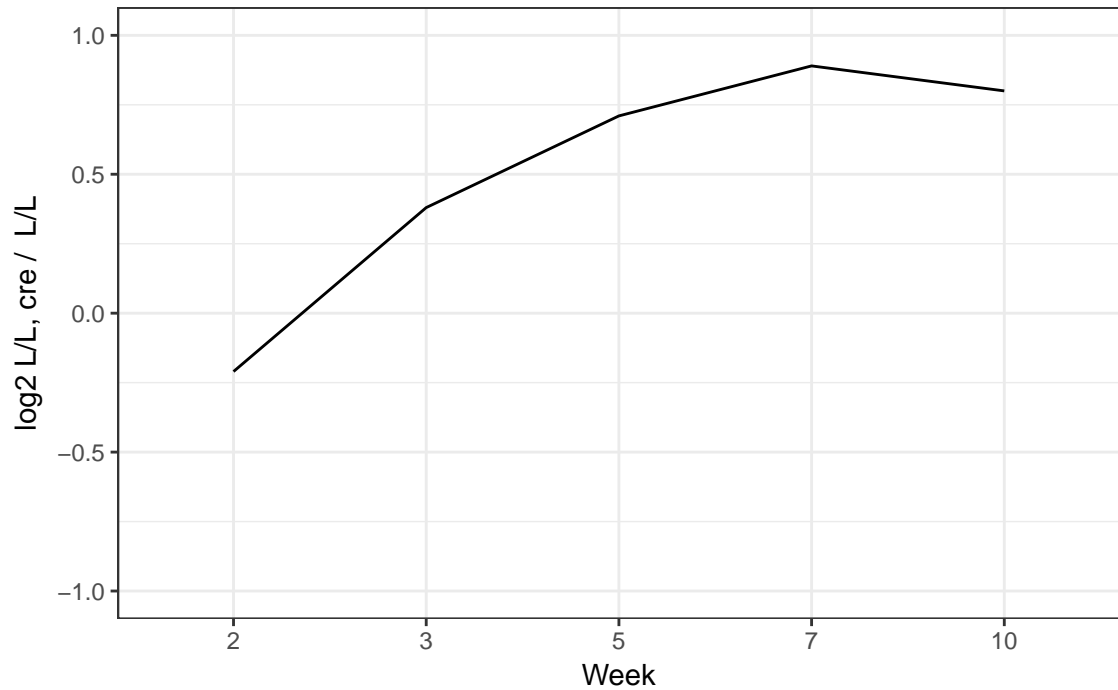

MRPS26 / Q80ZS3; adj.p value: 0

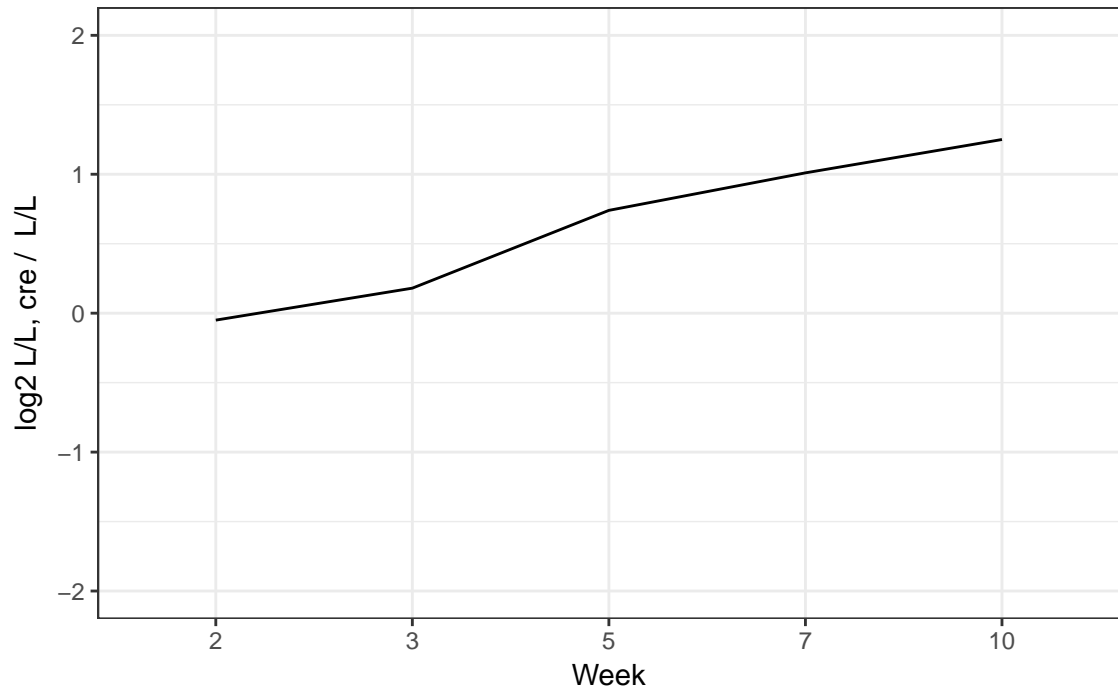

MRPS27 / Q8BK72; adj.p value: 0

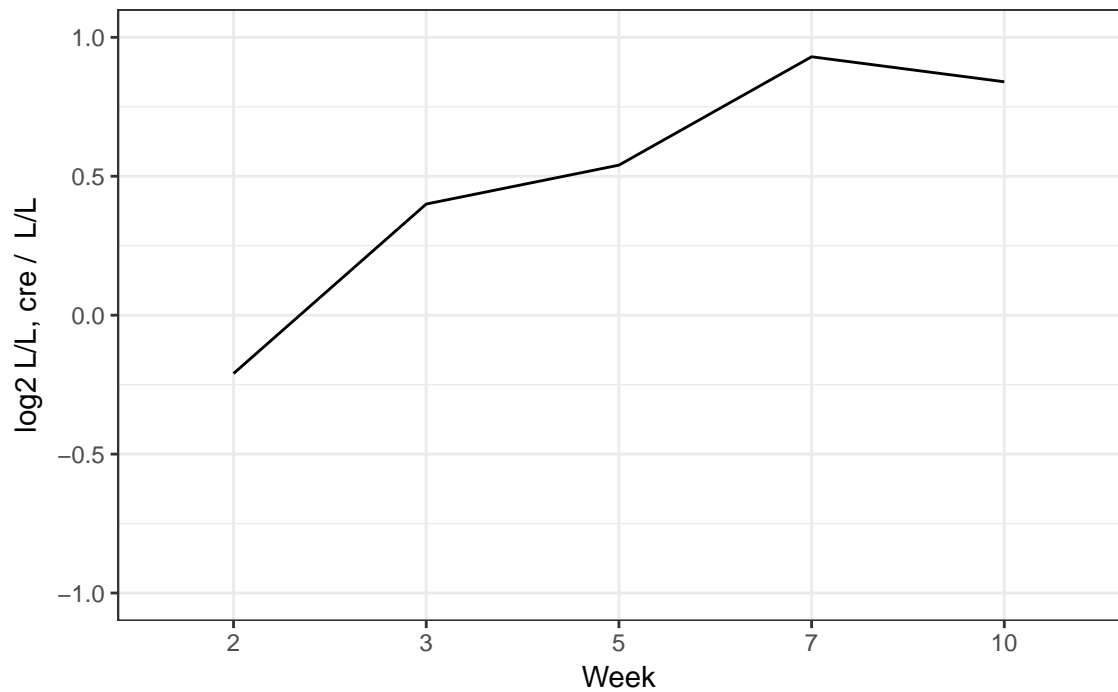

MRPS28 / Q9CY16; adj.p value: 0

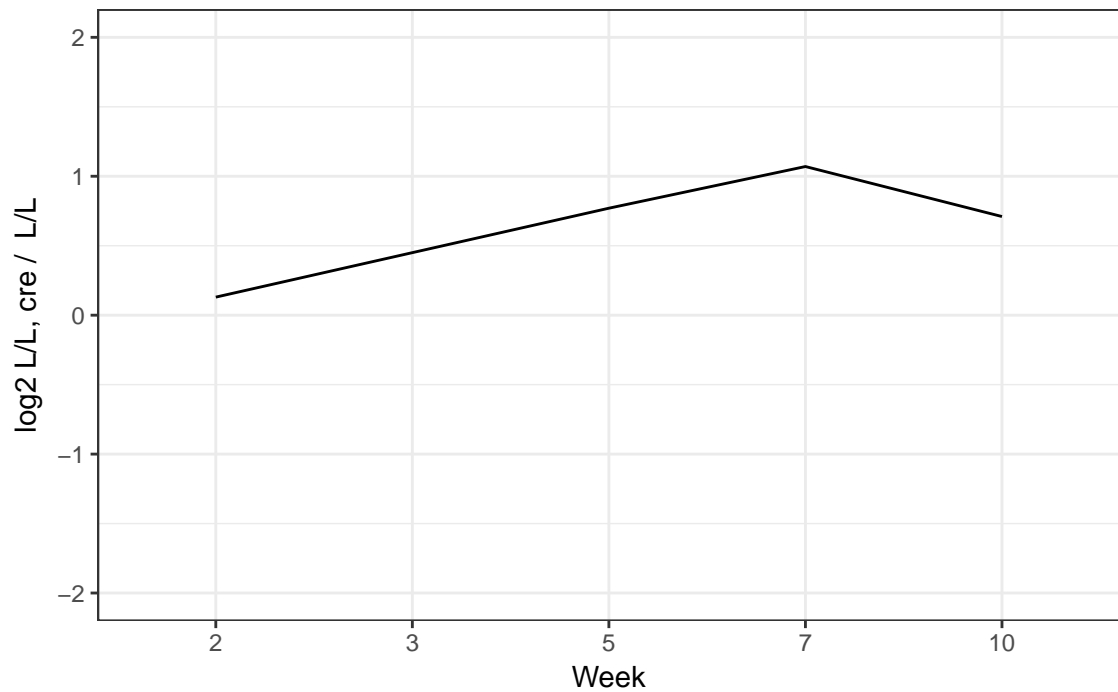

MRPS29 / G3X9M0; adj.p value: 0

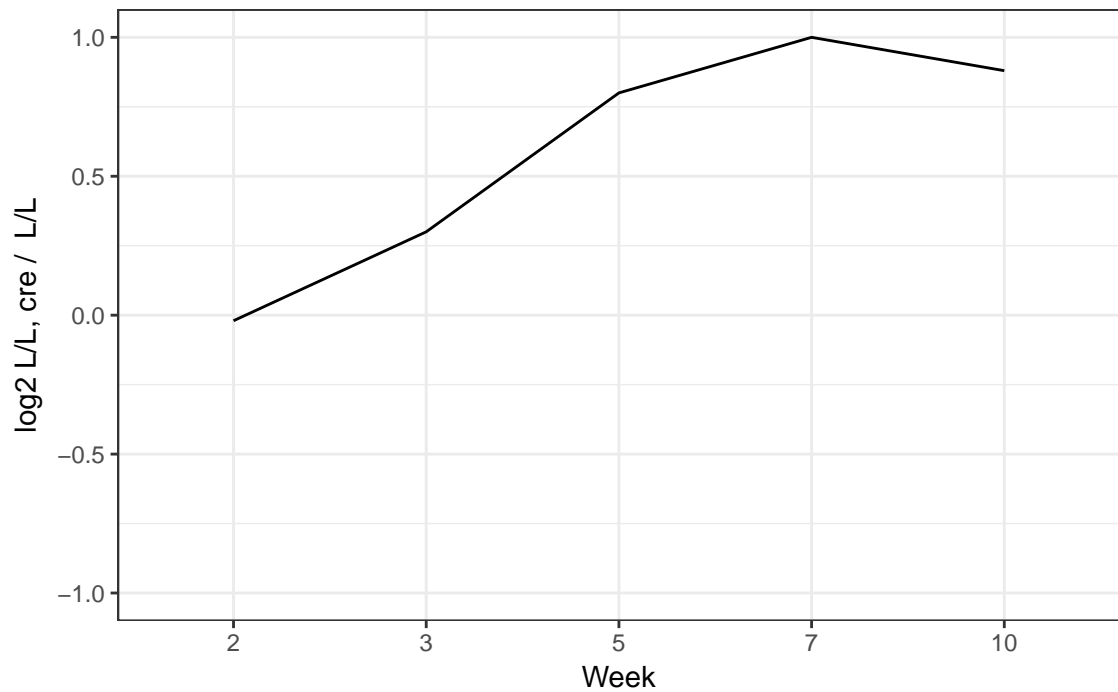

MRPS30 / Q9D0G0; adj.p value: 0

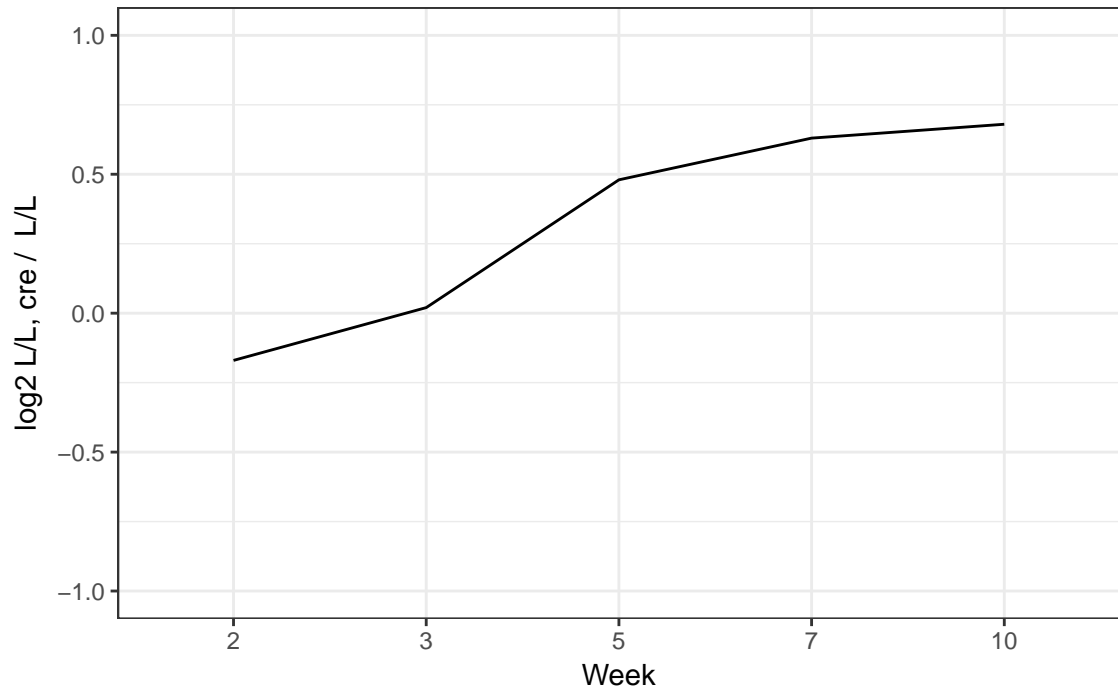

MRPS31 / Q61733; adj.p value: 0

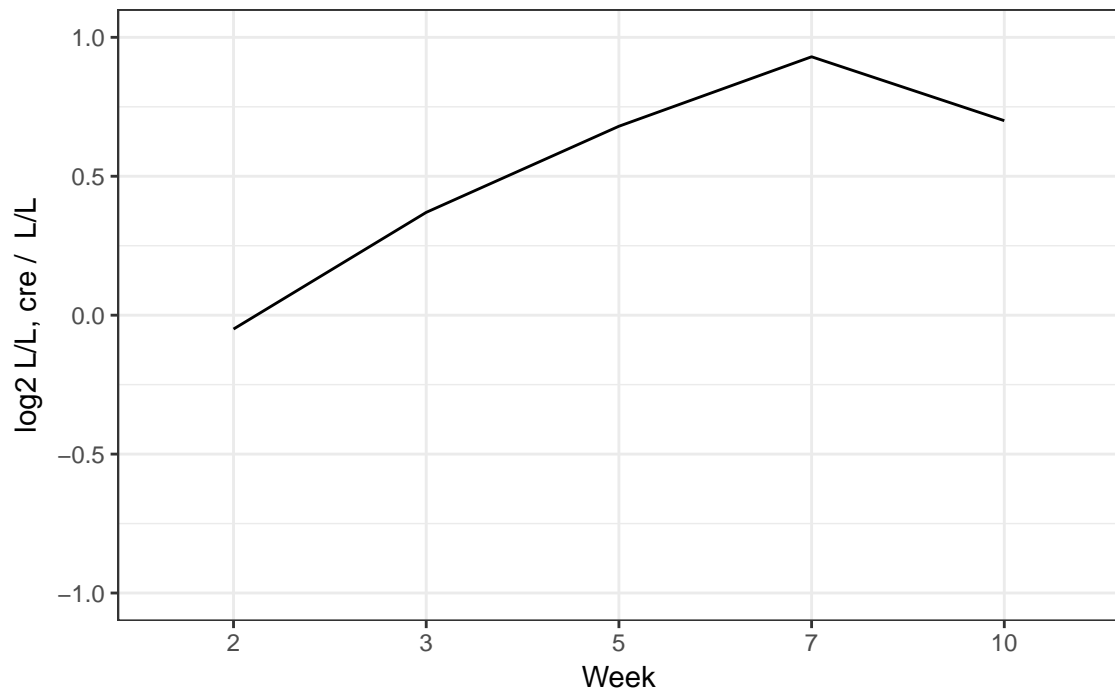

MRPS33 / Q9D2R8; adj.p value: 0

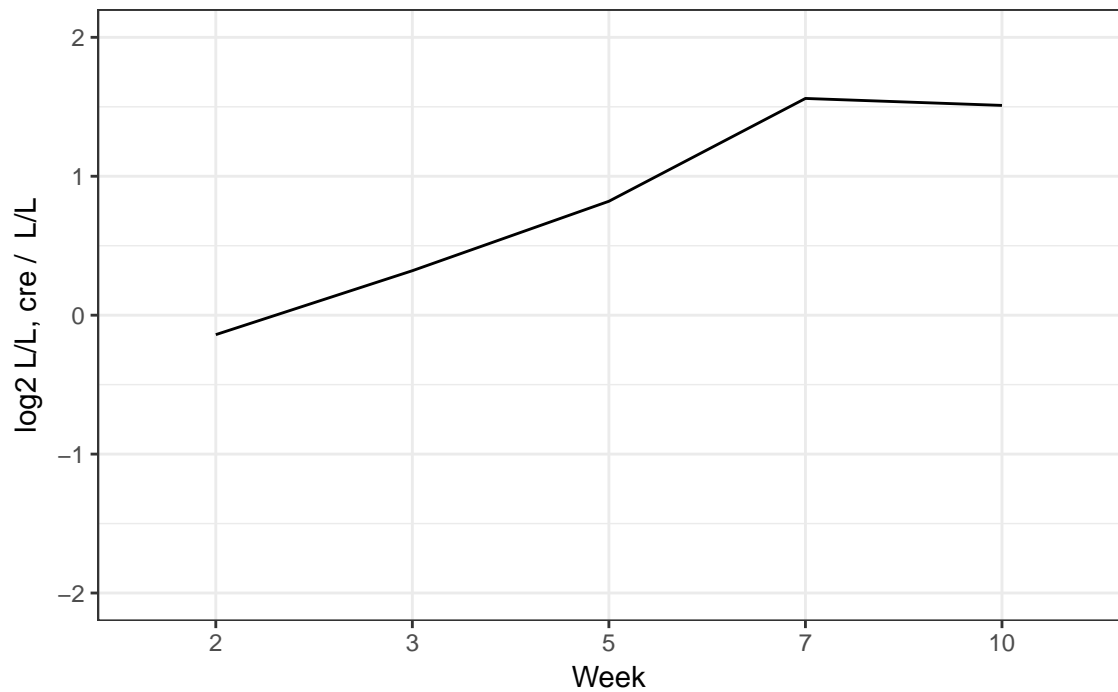

MRPS34 / Q9JIK9; adj.p value: 0

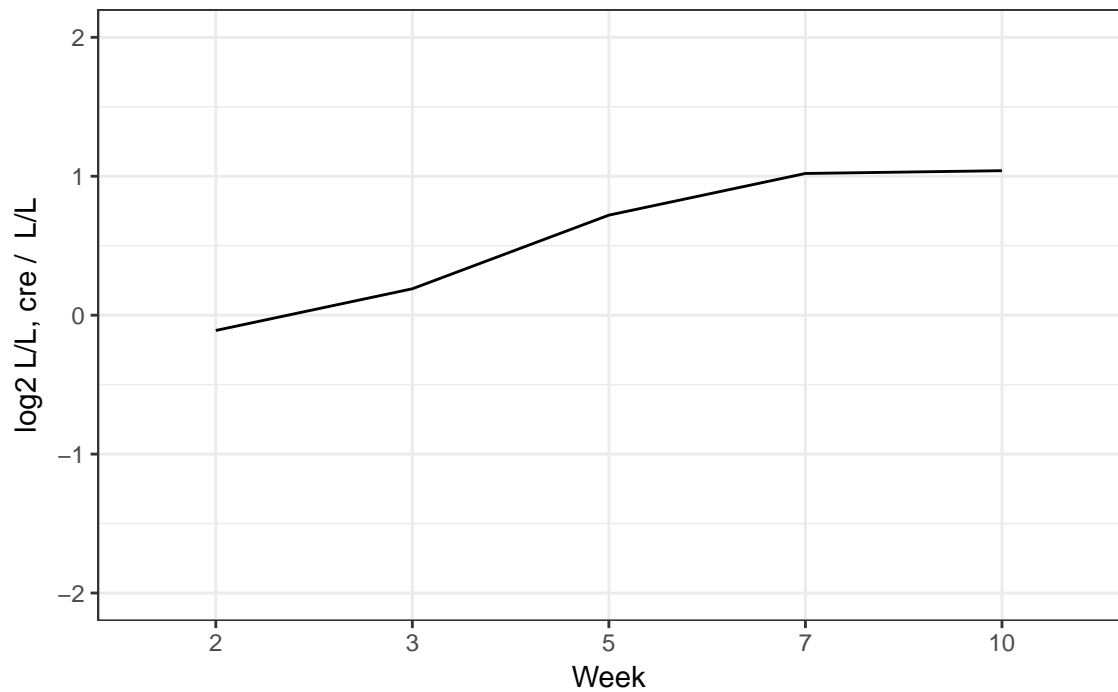

MRPS35 / Q8BJZ4; adj.p value: 0

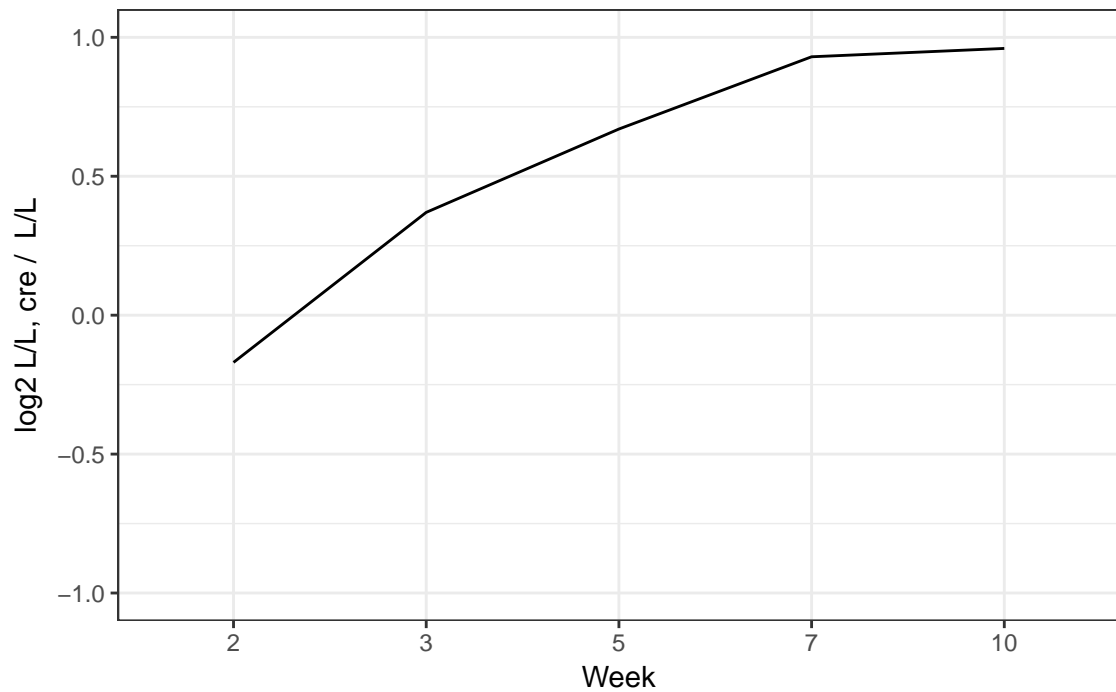

MRPS36 / Q9CQX8; adj.p value: 0.00677

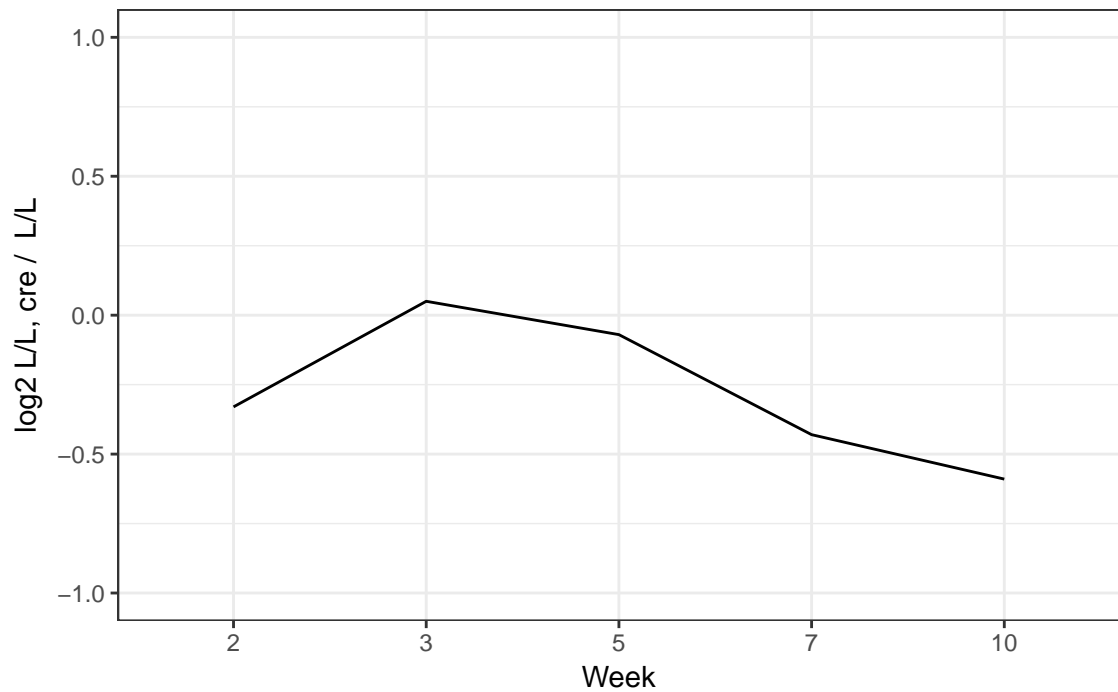

MRPS36 / Q9D6T9; adj.p value: 0.04467

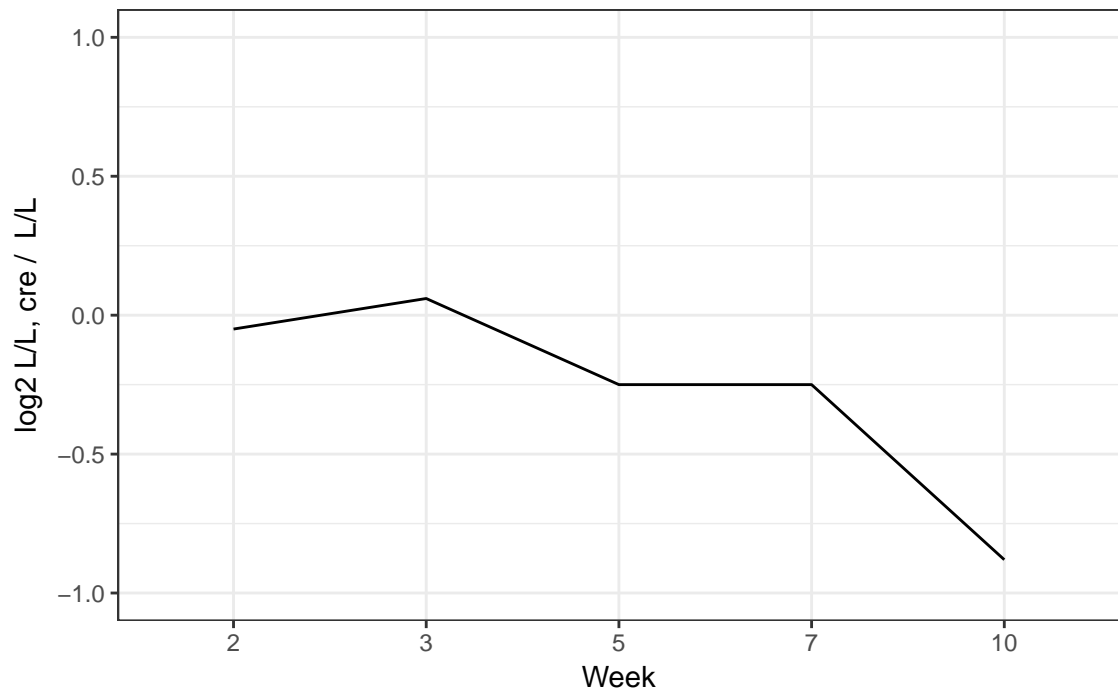

MRPS37 / Q9CQA6; adj.p value: 0.01513

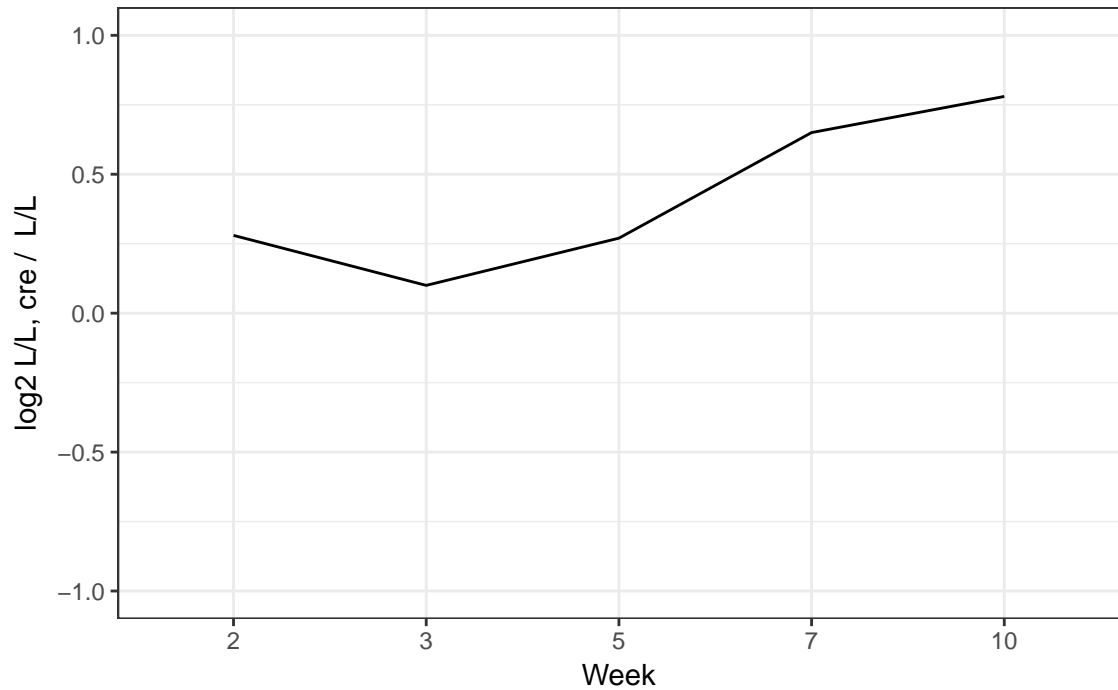

MRPS39 / Q14C51; adj.p value: 0

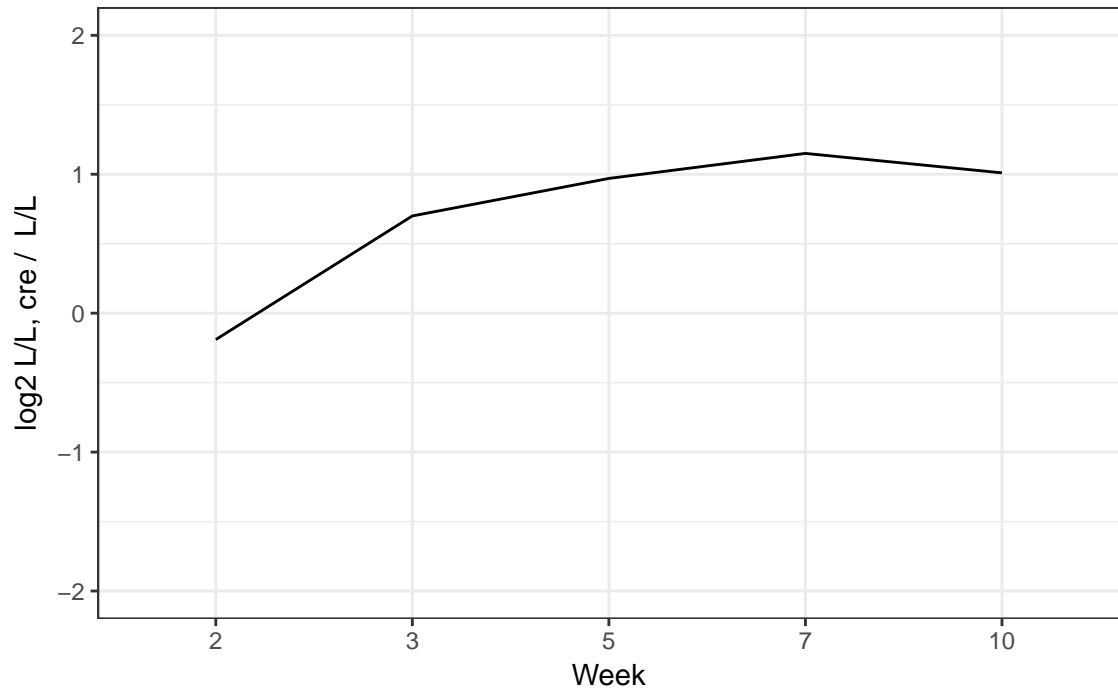

MRPS5 / Q99N87; adj.p value: 0

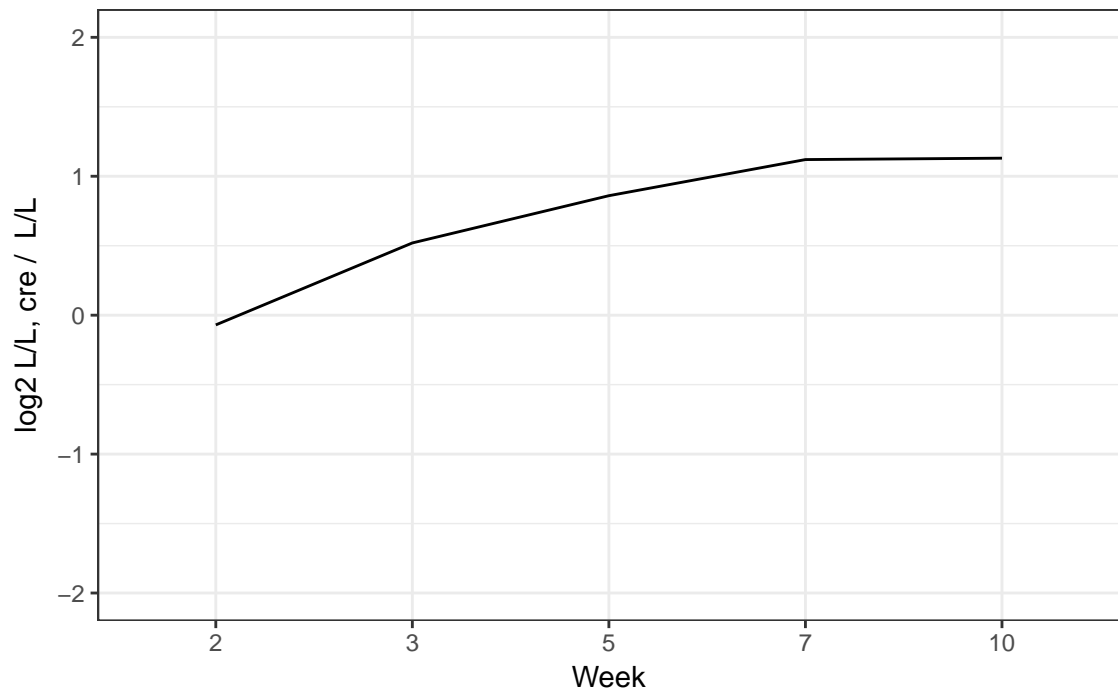

MRPS6 / P58064; adj.p value: 0

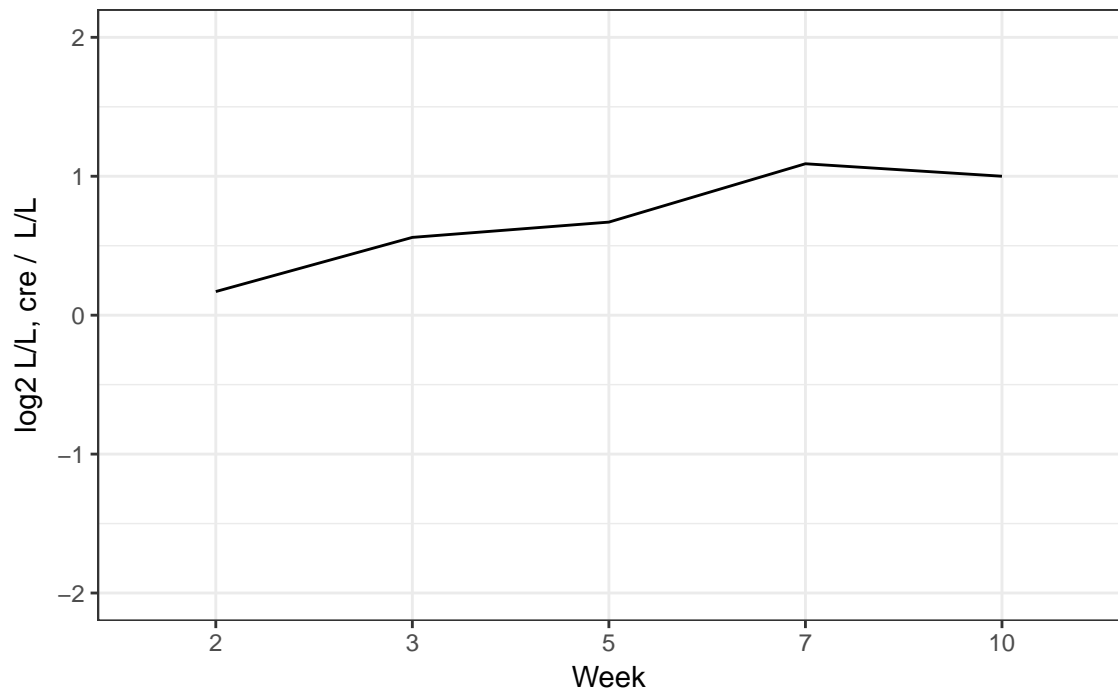

MRPS7 / Q80X85; adj.p value: 0

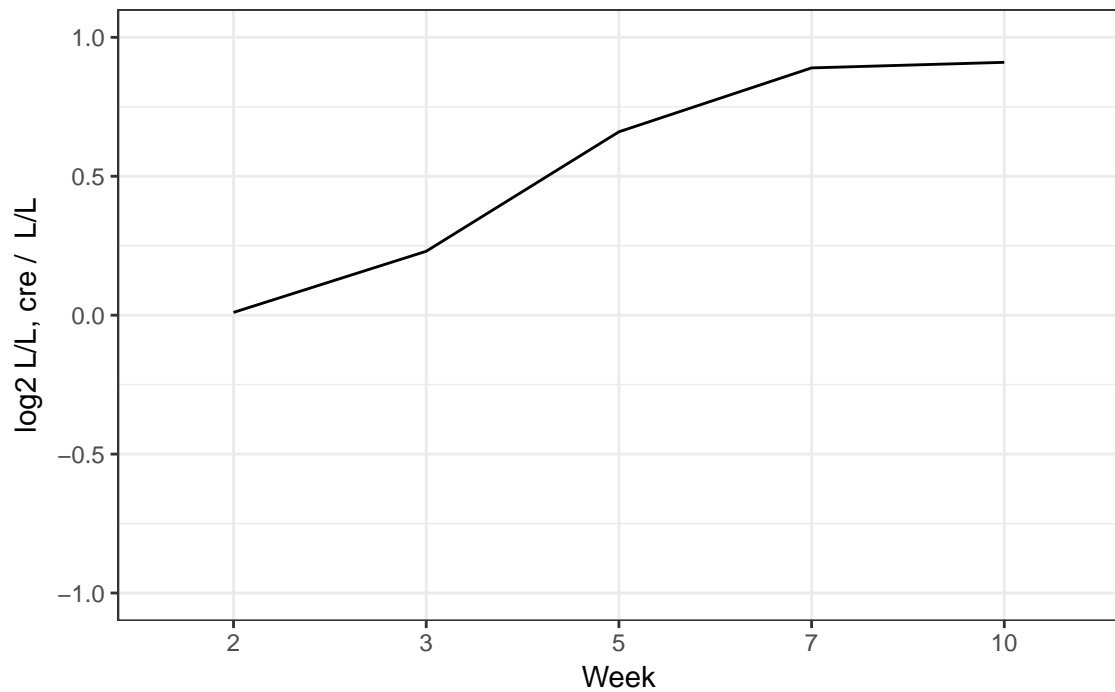

MRPS9 / Q9D7N3; adj.p value: 0

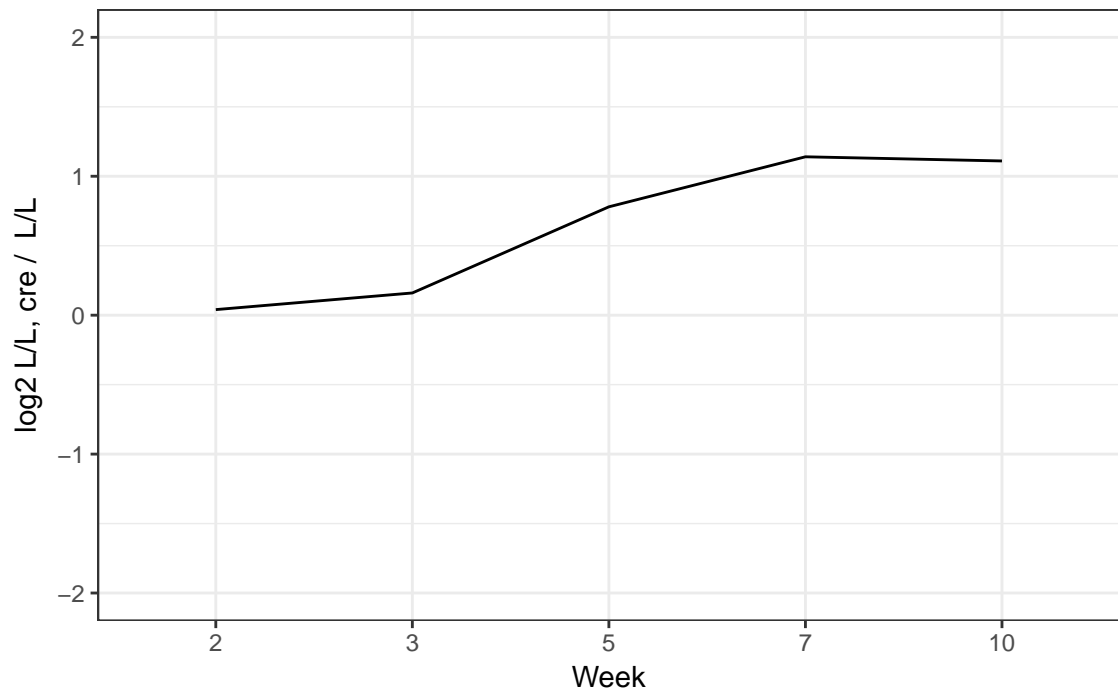

MRRF / Q9D6S7; adj.p value: 0.01229

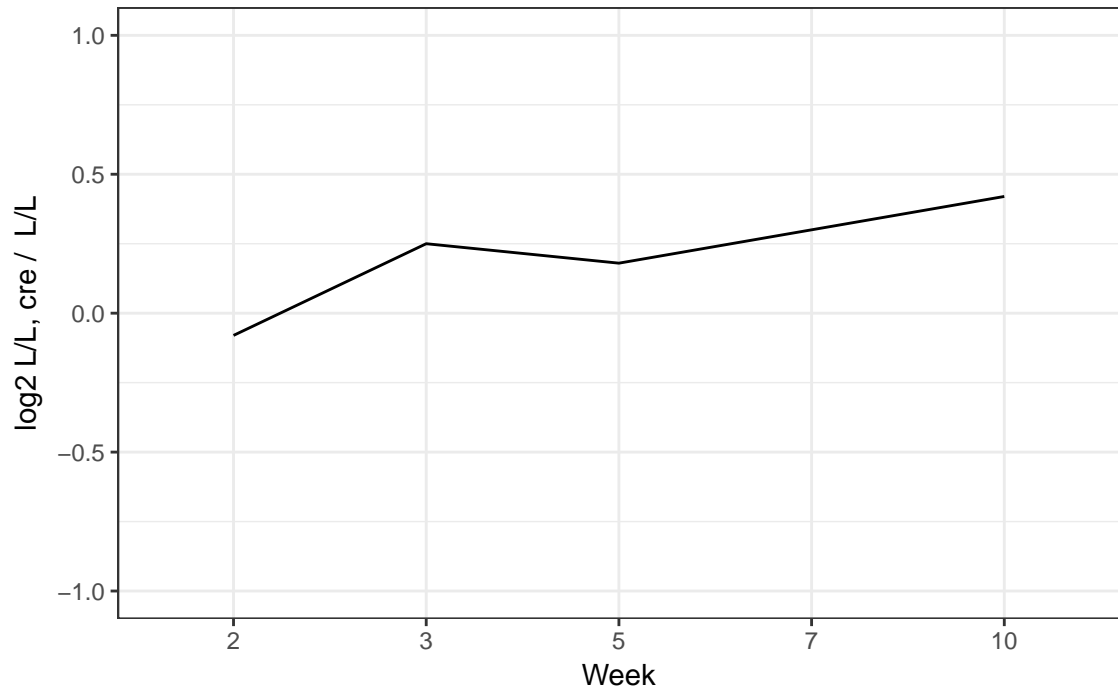

MRS2 / Q5NCE8; adj.p value: 0.00012

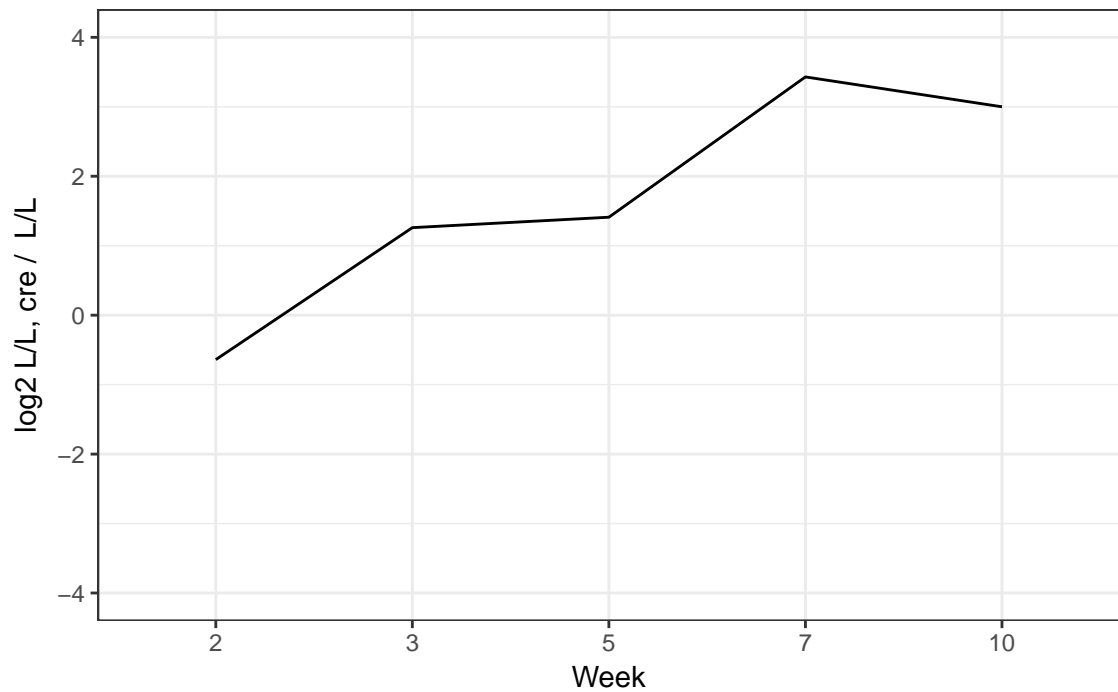

MSRA / Q9D6Y7-2; adj.p value: 0.18477

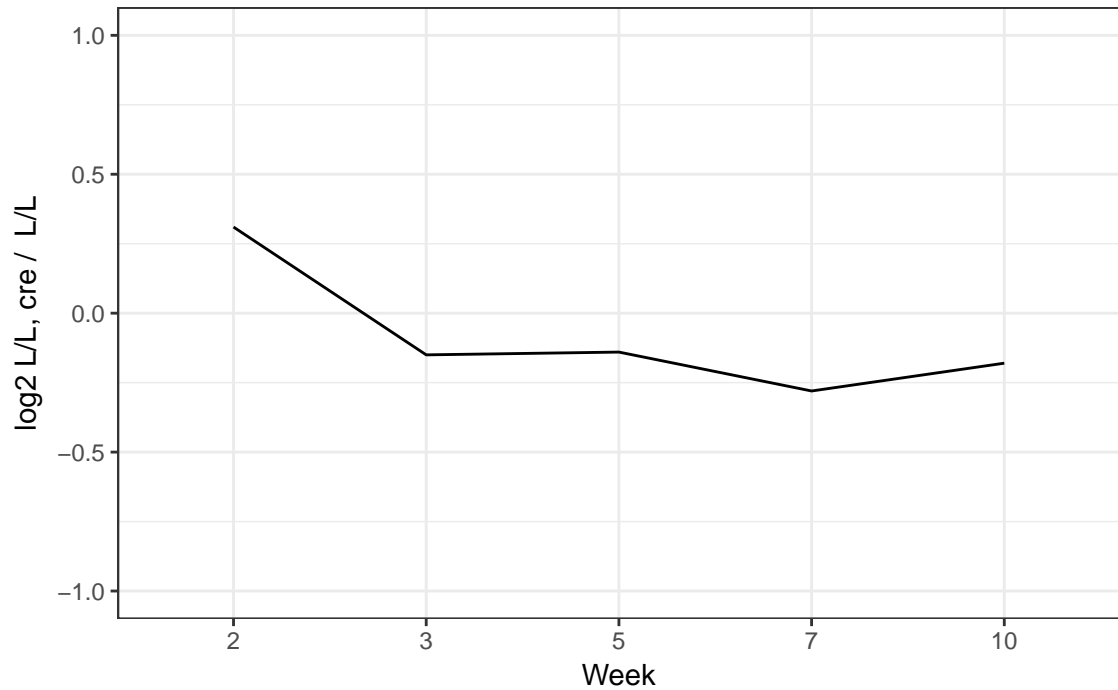

MSRB2 / Q78J03; adj.p value: 0

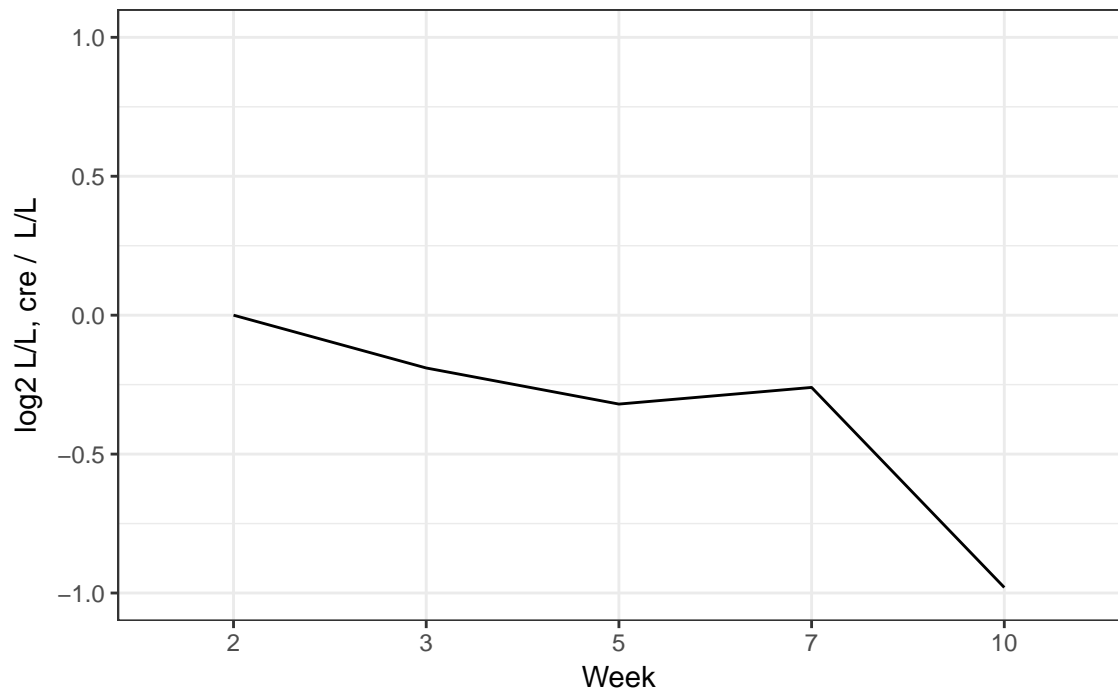

MT-CO3 / P00416; adj.p value: 0.06332

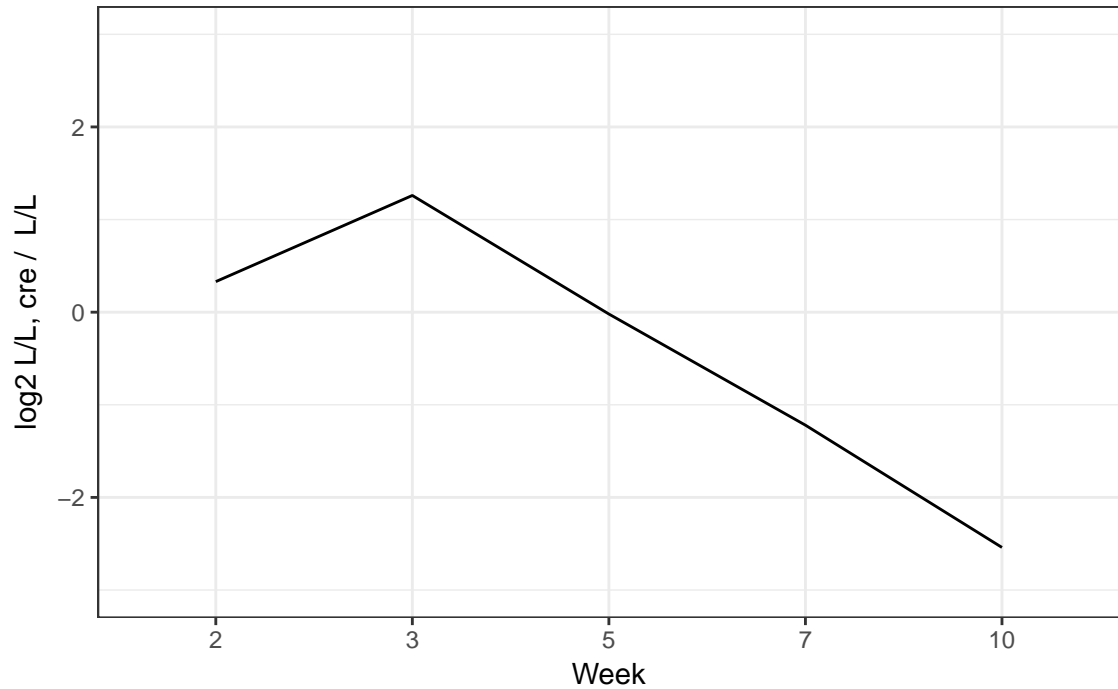

MT-CYB / P00158; adj.p value: 0.16857

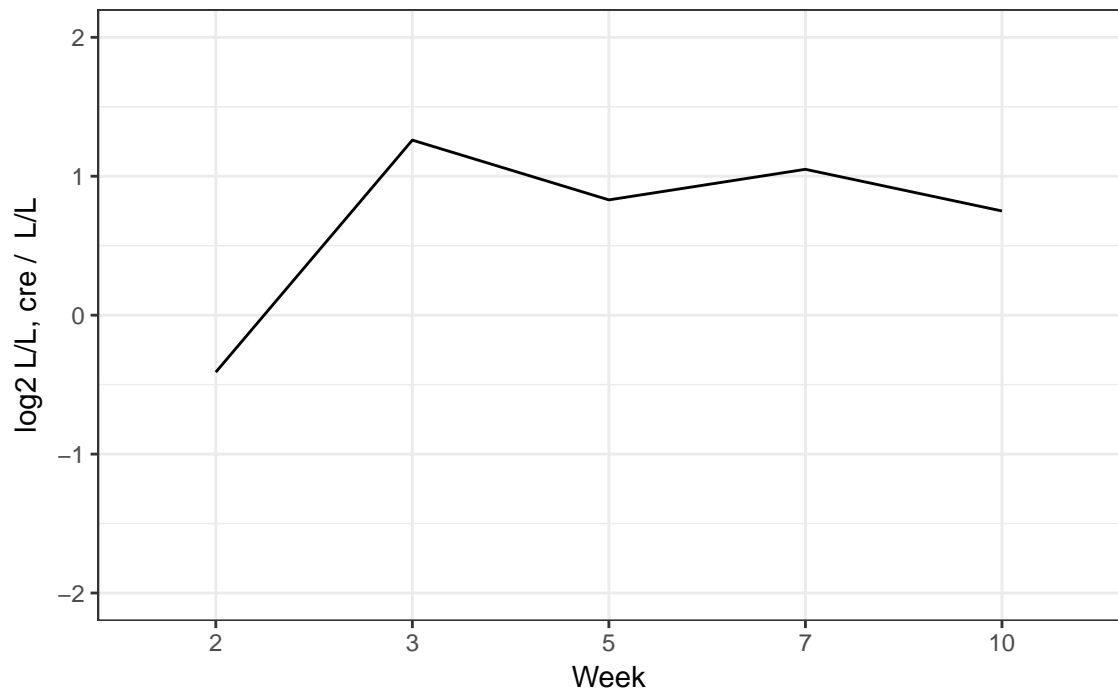

MTATP6 / P00848; adj.p value: 0.27482

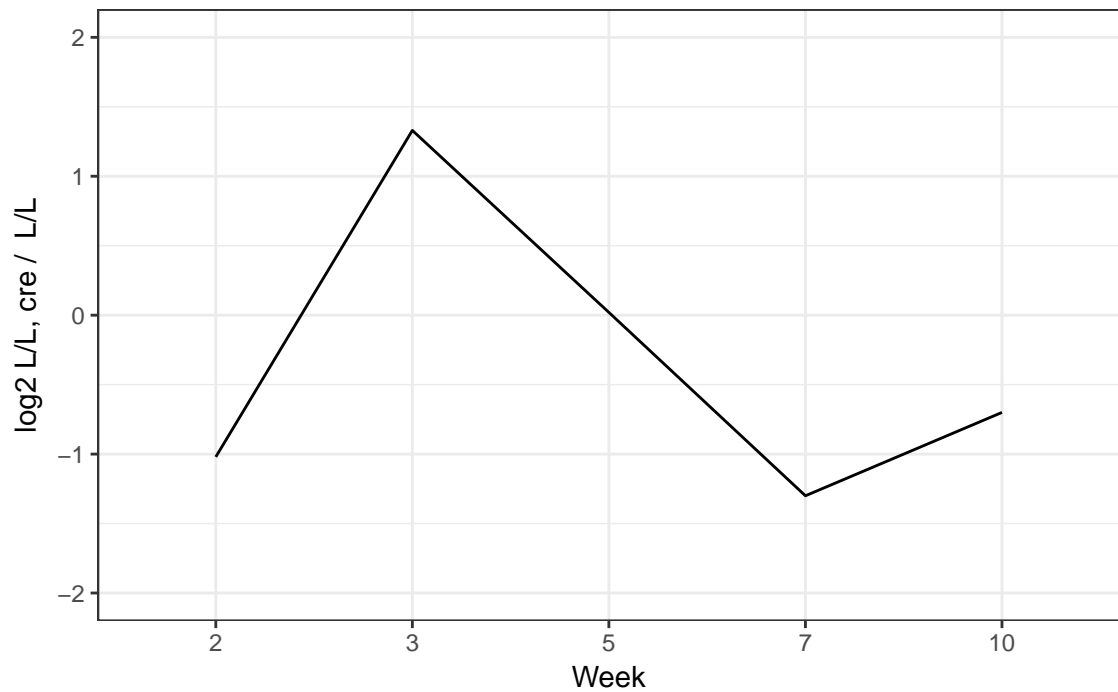

MTATP8 / P03930; adj.p value: 3e-05

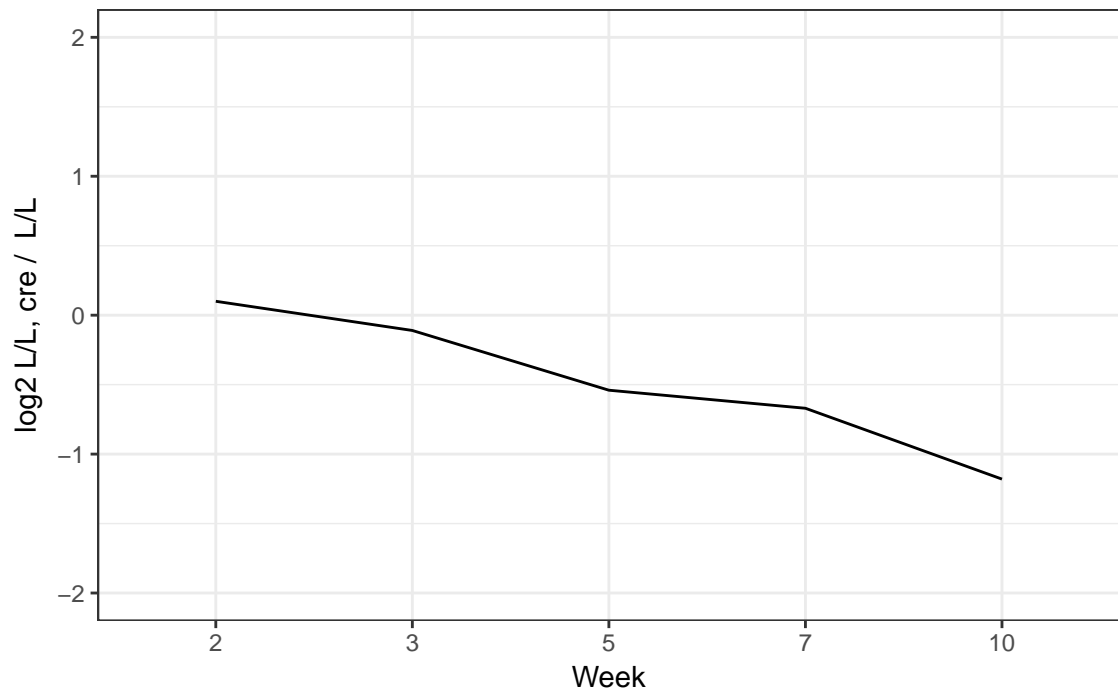

MTCH1 / Q791T5-2; adj.p value: 0.12457

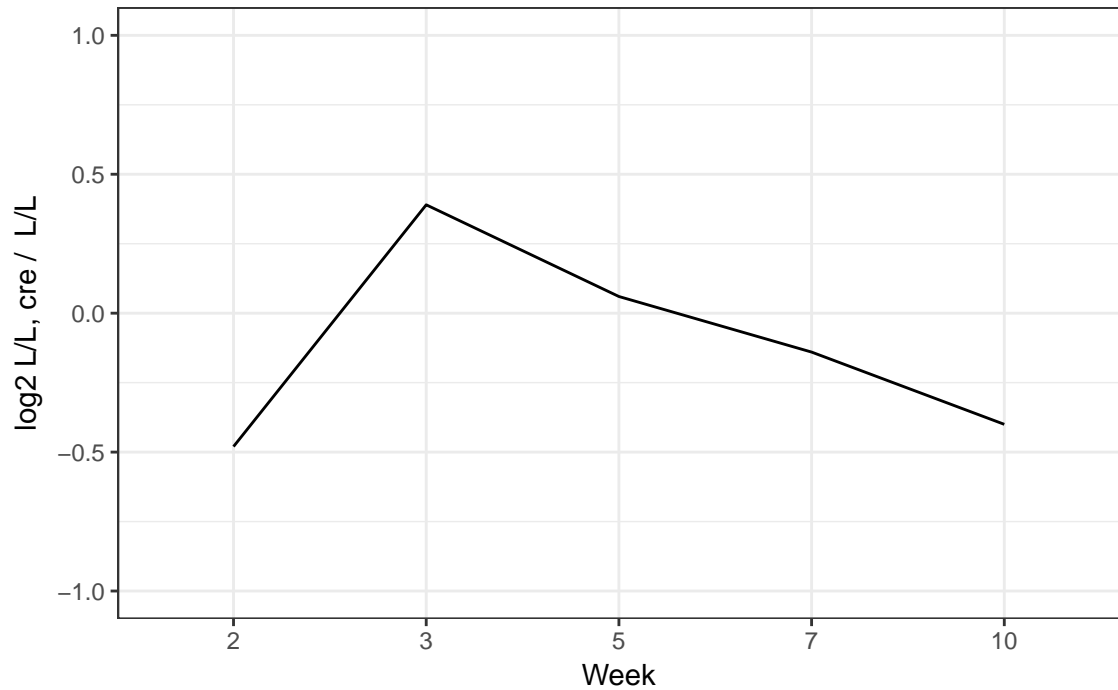

MTCH2 / Q791V5; adj.p value: 0.79221

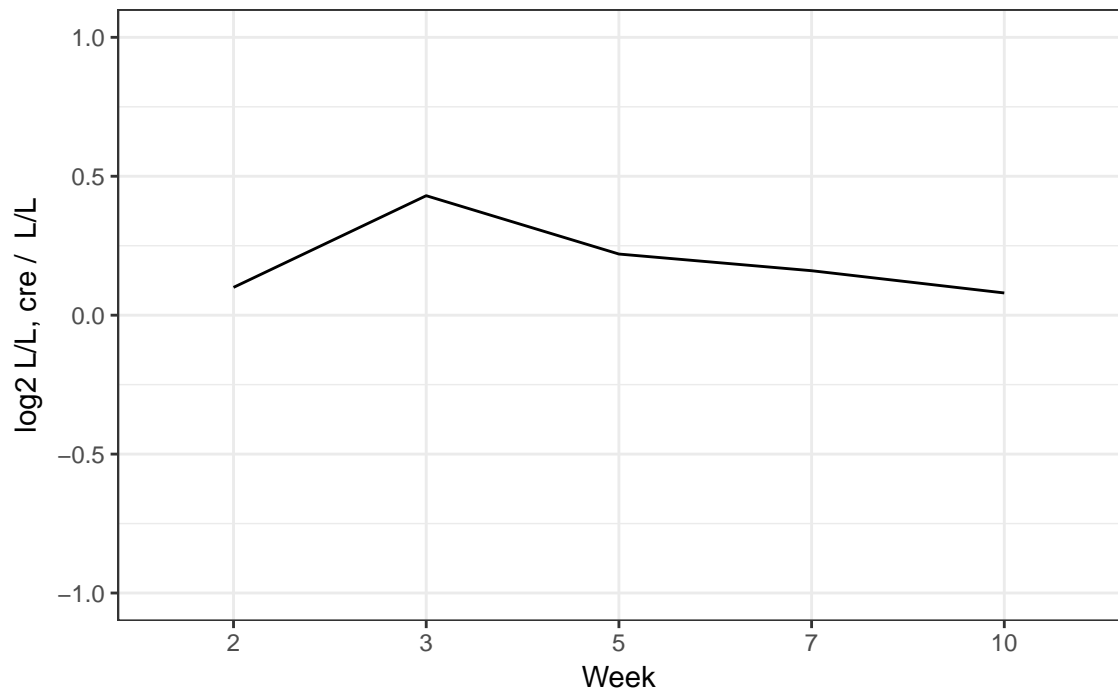

MTCO1 / P00397; adj.p value: 0.44367

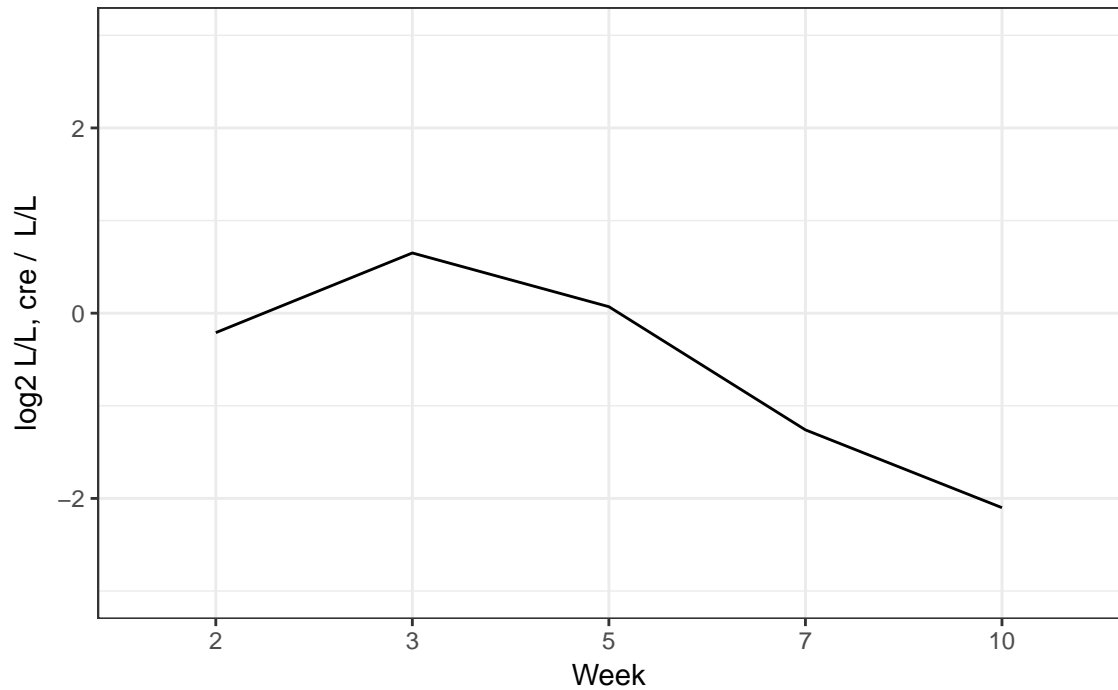

MTCO2 / P00405; adj.p value: 0

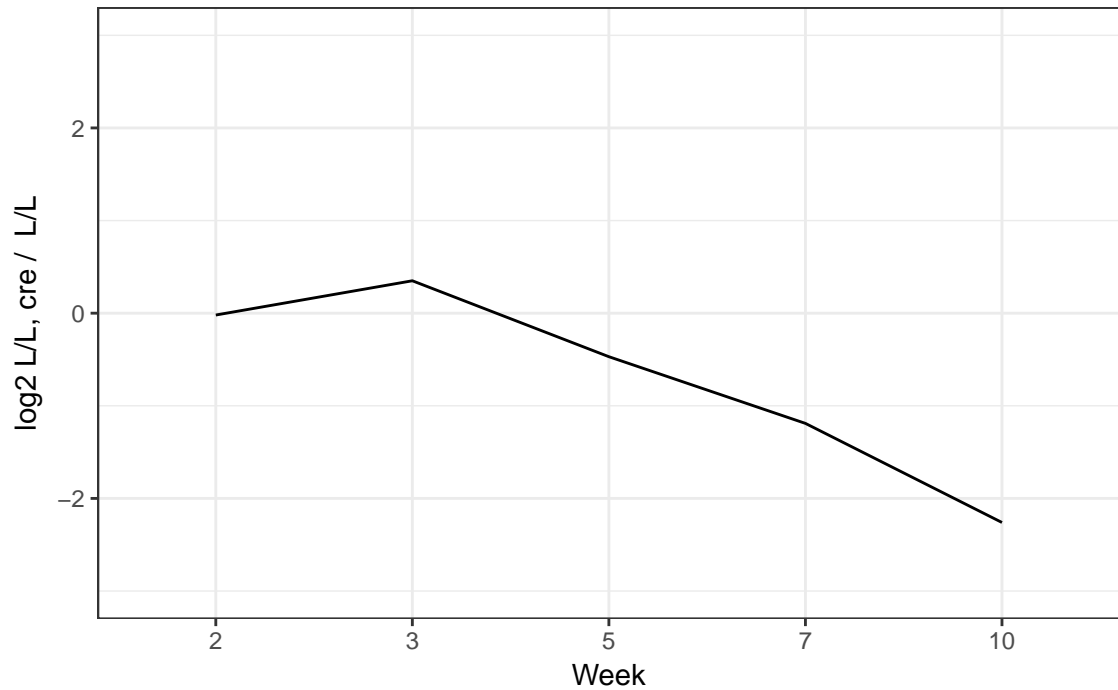

MTERF2 / Q8BKY8; adj.p value: 0.04924

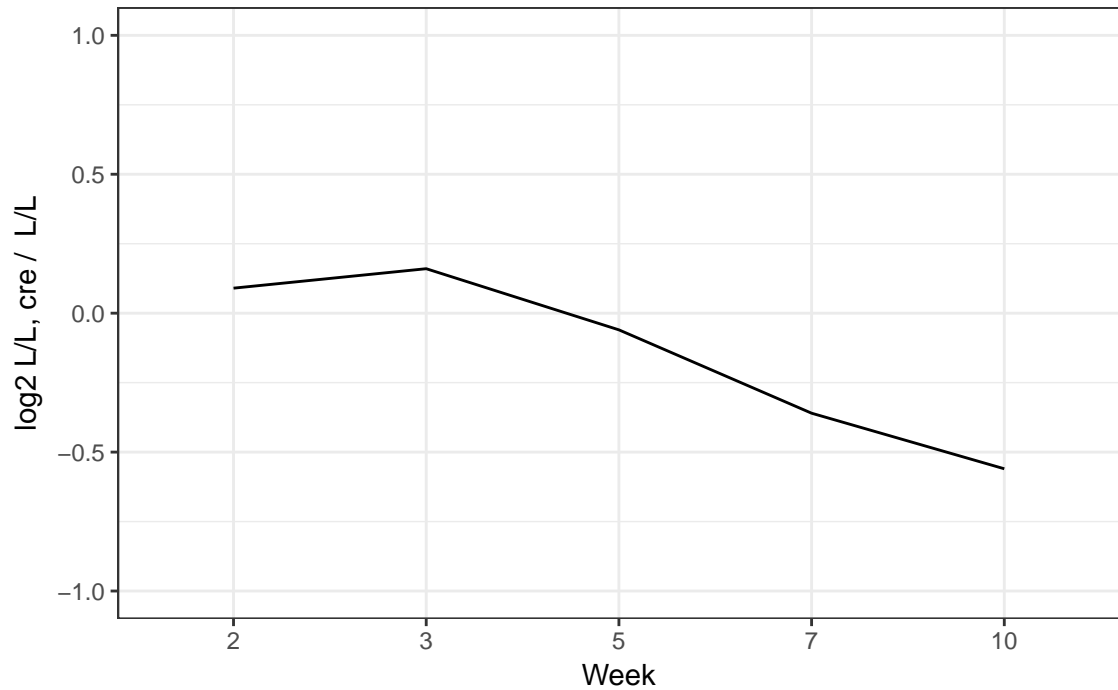

MTFMT / Q9D799; adj.p value: 0.15443

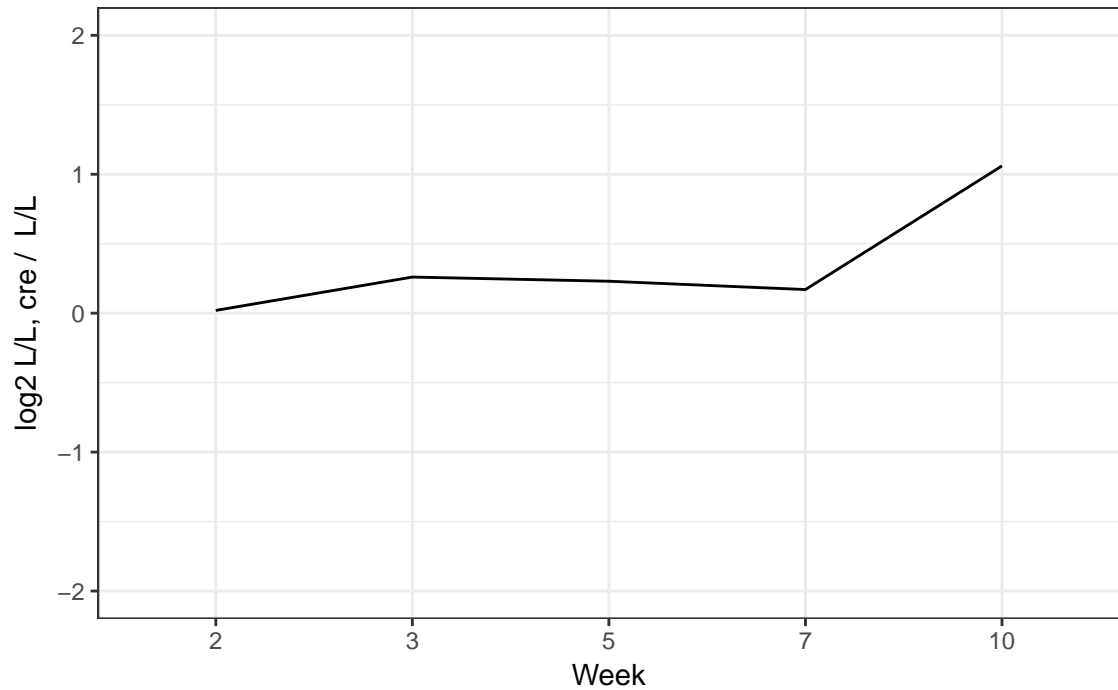

MTFP1 / Q9CRB8; adj.p value: 0.00221

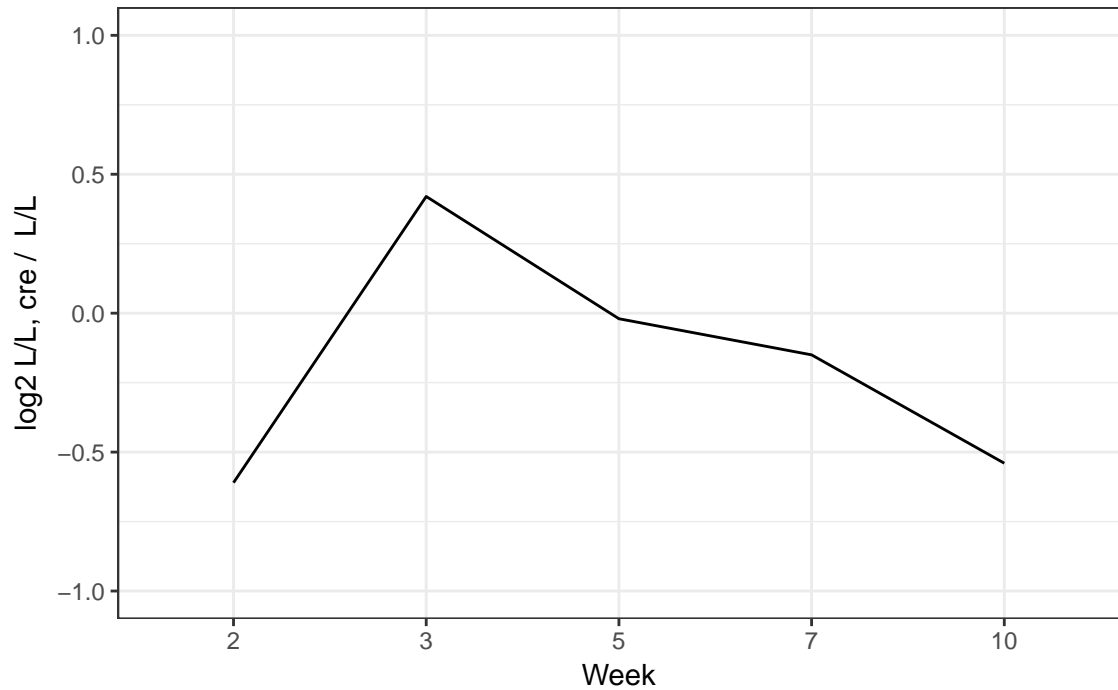

MTFR1L / Q9CWE0; adj.p value: 0.28865

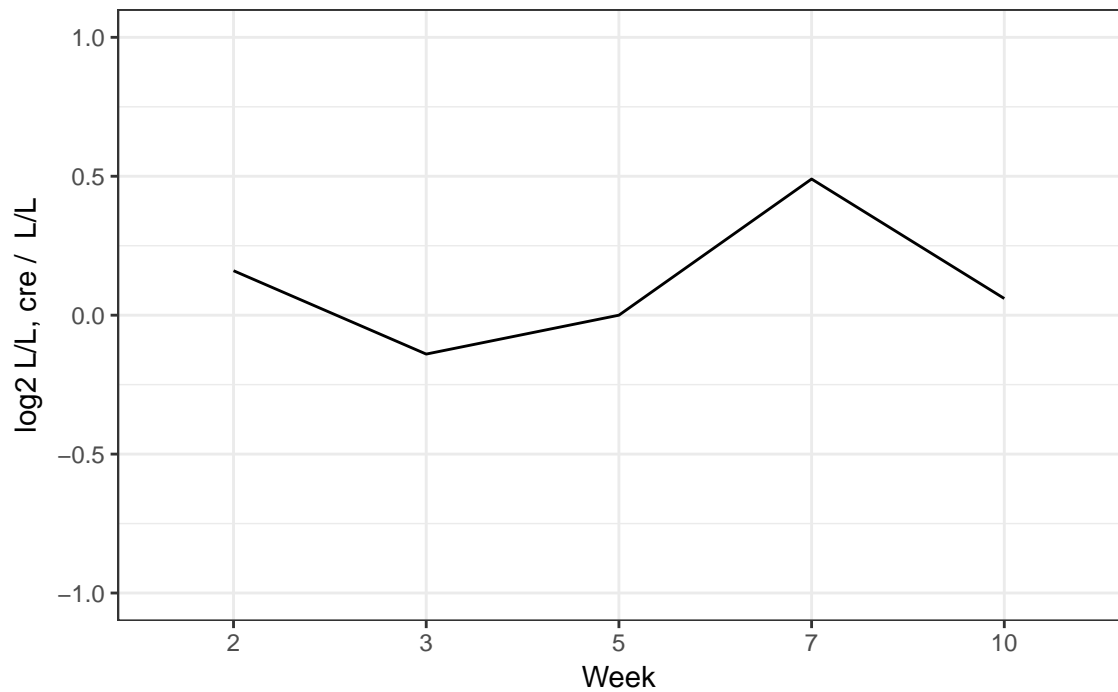

MTG1 / Q8R2R6; adj.p value: 0.3133

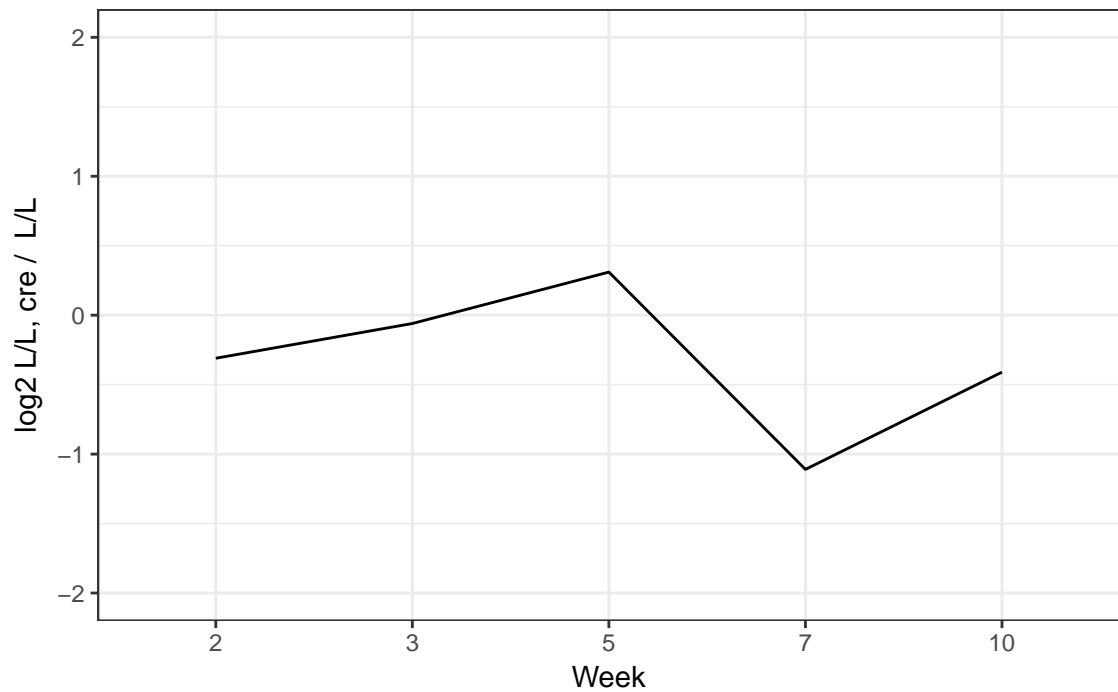

MTHFD1L / Q3V3R1; adj.p value: 0

MTHFD2 / P18155; adj.p value: 0

MTHFD2L / D3YZG8; adj.p value: 0.47332

MTIF2 / Q91YJ5; adj.p value: 0

MTIF3 / Q9CZD5; adj.p value: 0.13791

MTND1 / P03888; adj.p value: 0.57438

MTND2 / P03893; adj.p value: 0.4156

MTND4 / P03911; adj.p value: 0.893

MTND5 / P03921; adj.p value: 0.49908

MTO1 / G5E889; adj.p value: 0.08001

MTPAP / Q9D0D3; adj.p value: 0.18784

MTRF1 / Q8K126; adj.p value: 0.13426

MTRF1L / Q8BJU9; adj.p value: 0.00785

MTX1 / F7C846; adj.p value: 0.63905

How the deposited data were processed for this re-analysis (not part of the article)

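Heart RNA of 19 knockout (L/L, cre) and 21 control (L/L) mice of 5 strains was sequenced by the authors, with 1 library per mouse. The labels give ages of 16 weeks in the Twnk strain, 9 in Tfam, 4 in Polrmt, 12 in Lrpprc and 18 to 21 in Mterf4. Total RNA was depleted of cytoplasmic ribosomal RNA. The authors aligned reads to GRCm38 with HISAT2 2.0.4, sorted them with SAMtools 1.3.1, estimated counts per gene from coverage with StringTie 1.2.4, and tested them with DESeq2, whose version they give as 3.3.2.

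For each strain there are 2 deposited tables. The count table holds whole-number counts per gene and library, which are not normalized. The other table holds the authors' DESeq2 results, with a base mean, a log2 fold change, its standard error, a statistic, a p-value and an adjusted p-value per gene. Values taken from it are named as those of the authors' deposited table. Columns of the count tables carry a library number and the genotype, and the labels tie the number to a replicate in the Tfam strain alone. Groups were therefore formed by strain and genotype. Each library was compared with the others of its group for copied counts, and no pair of libraries was a duplicate.

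Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total count of 15, and libraries were scaled by TMM. Knockouts were compared with controls within each strain by edgeR's robust quasi-likelihood F-test, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. The standard error of a log2 fold change is its absolute value divided by the square root of F. Means and SDs of CPM are over the libraries of a group. CPM values use TMM-scaled library sizes. A comparison of the 5 control groups used an F-test over the 21 control libraries, and a strain by genotype interaction was tested over all 40 libraries. Single values were compared by exact permutation of the group labels.

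Gene lists, 55 in number, and the 19 protein categories of Supplementary file 1 were tested with limma's camera at a preset correlation of 0.01, for lists of at least 3 tested genes. Camera with an estimated correlation and fry are the alternatives. For counts within a list, the number adjusted over the list alone is given beside that adjusted over all genes. Lists of the study's proteins were chosen by the study on these samples, so they are not independent evidence. Several of the other lists overlap genes drawn in the paper, whose values had been seen before the lists were set. Transcript and protein log2 fold changes were correlated across genes, with the protein values of Supplementary file 1. RT-qPCR values are those of the source data files.

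Genes were named by a rule. It takes the 5 deleted genes, mtDNA-encoded genes, and genes the paper names, whose values in the paper's tables and figures had been seen. For each strain it adds the 10 highest and 10 lowest log2 fold changes among genes past the threshold, with a mean of at least 1 CPM and no overlap between the groups, and for all 5 strains together the 10 highest and 10 lowest mean log2 fold changes. From each list and category it takes the 4 members with the smallest adjusted p in a strain or the largest absolute mean log2 fold change. It further takes the 10 mitochondrial genes with the smallest adjusted p for age and the 10 genes with the smallest adjusted p for the interaction. Among the genes of the rule, examples whose call held in every leave-one-out fit were preferred, a choice made after values were seen.

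Alternatives were DESeq2, DESeq2 size factors, no low-count filter, nuclear genes alone, a block on the replicate number of the Tfam labels, 1 fit over all 40 libraries, a test against a fold change of 1.2 (glmTreat), and leaving out each library in turn. For correlations of libraries, a pseudocount of 1 was replaced by 0.25. Regroupings of the libraries within a strain were all run where there were up to 100, and 100 were drawn otherwise. Added after seeing the data were fits without the 3 libraries that hold 0 or 1 counts of mt-Rnr2, counts thinned to one nuclear depth per strain, nuclear genes alone for age, interaction and library correlations, and the genes that can be read in Supplementary file 7 as mitochondrial genes. The analysis was tested on simulated data.

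Depth differs between groups, from 19772818 counts in a Mterf4 knockout library to 70631852 in a Lrpprc knockout library, and the number of mice, 3 to 5 per group, sets the precision more than depth does. Intervals for counting error are not given, since counts were estimated from coverage. Left out were an age term for the Mterf4 strain, because its columns are not tied to single mice, and any pairing of libraries other than the block in the Tfam strain. Reads were not realigned, so no statement is made about transcripts or splice forms.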

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

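The tests of mt-Rnr2 and Coa6 were chosen after their counts were seen, and the thinning of counts was added after seeing the data. For the counts gained on other genes, the bar was first the gain alone, which Polrmt K4 passed, and was set to the gain net of the loss after that value was seen.

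Groups of at least 4 libraries were tested for a library far from the others. The Twnk knockouts, Tfam controls and Mterf4 knockouts, with 3 libraries each, were not tested. In the Mterf4 knockouts, mtDNA-encoded genes took 52.34% of the counts in K2 and 2.891% and 3.655% in K1 and K3. Among 63 tests for a library far from the others of its group, 2 stood out, and chance picks about 1 in 20 groups. Both are controls of the Twnk strain. The mean log2 level of ATF4 targets was 3.075 in Twnk C2 and 3.23 to 3.27 in the other Twnk controls. The mean log2 level of skeletal muscle markers was 4.436 in Twnk C1 and 1.65 to 2.08 in the others.

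The response to the knockout differed between strains for 402 of 20869 genes, 33 of them among 634 mitochondrial genes (edgeR's F-test for the interaction). In 100 drawn regroupings that shuffled the strain labels within each genotype, the real one gave 402 and the highest other 4. Such shuffling also removes strain differences that do not depend on the knockout. It therefore cannot exclude chance for the interaction alone. The smallest adjusted p was that of Lrpprc itself (9.18e-18), followed by Gm20594 (6.1e-09), Bcat1 (6.91e-06) and Lrrc2, a protein with leucine-rich repeats (1.39e-05). Of 15 cardiac stress and fetal genes 4 passed, Xirp2, Ankrd1, Nppb and Acta1, and of 17 sarcomere genes 4, Myh6, Myl2, Ttn and Actc1. Of 15 macrophage markers 6 passed, Cd14, Cd163, Csf1r, Cd68, Fcer1g and Ctss. Without Polrmt K2 or Polrmt C4 the count was 215 or 239, and without Lrpprc K1 or Lrpprc K3 it was 642 or 638. Strain and age cannot be told apart here.

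Genes outside those the paper discusses moved with the knockout. Of 15 cardiac stress and fetal genes, 9 were higher in all 5 strains, Acta1, Ankrd1, Ccn2, Fhl1, Mt2, Nppb, Postn, Uchl1 and Xirp2. Nppb, the natriuretic peptide BNP, had log2 fold changes of 2.37 to 5.33 (standard errors 0.28 to 0.53, largest adjusted p = 0.00695), and Ankrd1, a stress-responsive ankyrin repeat protein, of 2.18 to 3.99 (standard errors 0.16 to 0.21, largest adjusted p = 0.000306). The list stood above other genes in the 5 knockouts by camera, but adjusted p = 0.141 and 0.152 with an estimated correlation in the Polrmt and Mterf4 knockouts. Of 20 genes of cardiac calcium handling and channels, 7 were lower in all 5, Atp2a2, Cacnb2, Hrc, Kcnh2, Kcnip2, Kcnj2 and Ryr2. Atp2a2, the calcium pump SERCA2, had -1.88 to -1.36 (standard errors 0.091 to 0.17, largest adjusted p = 0.00106). Camera put this list below other genes in the 5 knockouts, but adjusted p = 0.0801, 0.085, 0.134 and 0.0705 with an estimated correlation in the Twnk, Tfam, Polrmt and Mterf4 knockouts. Of 22 genes of extracellular matrix and fibrosis, 15, 10, 7, 11 and 13 were higher in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (20, 14, 8, 15 and 17 adjusted over the list alone) and 0 lower. Leaving out 1 library moved the number higher to 5 or 6 in the Tfam, 5 to 7 in the Lrpprc and 7 in the Mterf4 knockouts, and the number lower to 1 in the Polrmt knockout. Camera put these genes above others in the 5 knockouts, but adjusted p = 0.121, 0.366, 0.599, 0.577 and 0.125 with an estimated correlation in the 5 knockouts. Of 17 sarcomere genes of adult cardiomyocytes, 8, 7, 5, 8 and 7 were lower (9, 8, 5, 8 and 9 adjusted over the list alone) and 1, 1, 4, 3 and 1 higher (1, 2, 4, 3 and 1 adjusted over the list alone). Camera put them below other genes in the Twnk, Tfam, Lrpprc and Mterf4 knockouts, but adjusted p = 0.268, 0.44, 0.577 and 0.373 with an estimated correlation in the Twnk, Tfam, Lrpprc and Mterf4 knockouts. Leaving out 1 library moved the number of higher sarcomere genes to 2 in the Tfam knockout. Of 78 cytosolic ribosomal proteins, 39 were higher in all 5. Nppb missed the threshold in the Tfam strain with a replicate block (3.01, adjusted p = 0.0804).

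Counts of mtDNA-encoded genes lie on few genes, and mt-Rnr2 is at 0 or 1 in 3 knockout libraries. Of 13 mtDNA-encoded mRNAs, 10 had a median of 0 counts in control hearts, so the counts may have been assigned to a few genes when the tables were made. A loss of mitochondrial RNA in those 3 libraries is argued against, because their mt-Nd5 per 1000 nuclear counts, as a ratio to the other knockout libraries of the strain, was 1.74 in Polrmt K4, 1.14 in Mterf4 K1 and 0.962 in Mterf4 K3. Assignment of the 16S counts to other genes of the table is argued against in Mterf4 K1 and Mterf4 K3. Compared with Mterf4 K2, the other knockout library, the counts gained on other genes were 0.168 and 0.0873 times the expected mt-Rnr2 counts of 17864292 and 20678414. For Polrmt K4 it cannot be told apart from a lower level of the 16S RNA, because counts gained there, 1.5 times the expected 2364251, are matched by counts lost (3539261 and 3476649). A lower level of the 16S ribosomal RNA alone stays open in the 3 libraries, as do counts left out of the tables, which was not tested. The counts cannot decide between them, because mt-Rnr1 also holds 0 counts in 38 of the 40 libraries. Other mtDNA-encoded genes held counts in single libraries too, mt-Tv in Polrmt K4 alone (89045) and mt-Tm in Mterf4 K1 alone (14250). mt-Nd2 held 272637 counts in Mterf4 K3, 206452 in Mterf4 K2 and at most 1 elsewhere. Assignment of counts among mtDNA-encoded genes may thus have differed between libraries. A count of 0 in these tables therefore need not mean that an RNA was absent. The paper describes mitochondrial ribosomal RNA in the Mterf4 knockout as raised.

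Coa6 is lower in the Tfam and Polrmt knockouts. Low counts are also seen outside these knockouts, since 12 of 21 control libraries hold no more than the highest such knockout library, so most counts of Coa6 may have been left out in some libraries of either genotype. The control libraries fall into 2 levels, 13 libraries with up to 25 counts and 8 with 130 or more, 5.2 times apart. Of 7 control libraries of the Tfam and Polrmt strains, 2 are as low as their knockout libraries, as are 4 of 10 knockout libraries of the other strains. Lower Coa6 in these knockout hearts and counts left out by library cannot be told apart, because both give low counts in a share of the libraries.

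Many genes changed in one direction in all 5 strains while knockout libraries of 3 strains hold more nuclear counts than controls. With counts thinned to one nuclear depth per strain, 1292 genes changed in all 5 (819 higher, 473 lower), a ratio of 1.01 to 1284, and 1225 of them were shared. A difference in nuclear depth is therefore argued against as the cause. A response of the heart to the knockouts stays open as a hypothesis. It cannot be told apart from a response to cre, which every knockout and no control carries.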

How the results depend on the processing

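The fits without the 3 libraries low in mt-Rnr2, the thinned counts, and nuclear genes alone for age, interaction and library correlations were chosen after seeing the data. No result reversed in any alternative run. The cause was not tested, unless a sentence says otherwise.

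Genes that passed with edgeR mostly passed with DESeq2 too, 3500 of 3504, 3486 of 3492, 4655 of 4664, 3433 of 3442 and 4959 of 4962 in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts. DESeq2 called more genes in each strain, 4913, 4925, 5724, 4761 and 5988, so many of its calls did not pass with edgeR. No scaling moved the median log2 fold change by more than 0.0257. Of 398 pairs of a named gene and a strain, 61 called pairs lost the call in some setting and 40 when 1 library was left out.

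Leaving out 1 library gave 1991 to 3307 genes in the Twnk strain (1991 and 2166 without K2 and K3), 2232 to 3264 in Tfam (2232 and 2324 without C1 and C3) and 2235 to 3615 in Lrpprc (2235 and 2274 without C2 and C1). It gave 29 to 57 mitochondrial genes for age (29, 32 and 30 without Polrmt C1, C2 and C4), 215 to 642 for the interaction (215, 239, 642 and 638 without Polrmt K2, Polrmt C4, Lrpprc K1 and Lrpprc K3), and -1.18 to -0.59 for Tfam in its knockout, which passed without C1. Correlations of transcripts and proteins were 0.3475 to 0.4693 in Twnk (lowest without K3), 0.3545 to 0.3647 in Polrmt (0.3558, 0.3545 and 0.3572 without C2, C4 and K4), 0.4643 to 0.5622 in Lrpprc (0.4643 and 0.4645 without C3 and K1) and 0.3712 to 0.5354 in Mterf4 (lowest without K1). Counts in the Polrmt (3648 to 4410) and Mterf4 (3662 to 4591) strains, in all 5 strains (948 to 1301) and of mitochondrial genes in all 5 (71 to 95) stayed within 1.5 times.

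With a replicate block, the Tfam strain gave 1008 genes, 953 of them also called without the block, and 92 mitochondrial genes, all 5 strains gave 696, and the Tfam correlation was 0.4437. The block leaves fewer degrees of freedom. Gene lists called by camera with an estimated correlation were 5, 6, 10 and 3 in the Twnk, Tfam, Lrpprc and Mterf4 knockouts, against 42, 32, 30 and 31 of 71 at the preset correlation. In the Polrmt knockout limma's camera with an estimated correlation called 0 lists after adjustment and 15 at an unadjusted p under 0.05, against 27 at the preset correlation and 40 by fry. A test against a fold change of 1.2 gave 126 mitochondrial genes in the Lrpprc strain. Over the genes that can be read in Supplementary file 7, a list chosen after seeing the data, 14% changed in all 5 strains, against 13.49% of those of Supplementary file 1.

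Without the libraries low in mt-Rnr2, the Mterf4 strain gave 2484 genes and 177 mitochondrial genes, Mterf4 itself had -1.29 and did not pass (adjusted p = 0.0713), the interaction gave 261, and the correlations were 0.3292 in Mterf4 and 0.3572 in Polrmt. This leaves the Mterf4 knockouts with 1 library, assumed to vary like the other groups, so fewer samples lower these counts. For age, DESeq2 gave 106, no low-count filter 32, and a call in every comparison with the 4-week hearts 9. For the interaction, DESeq2 gave 1665 and no low-count filter 223. Tfam in its knockout passed at -0.89 with DESeq2 and at -0.89 in 1 fit over all 40 libraries. An age covariate in the Mterf4 strain was not run, because columns are not tied to single mice.

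The lowest correlation of libraries over all pairs and within a group was 0.9436 and 0.9685 over all genes with a count, 0.03929 and 0.08991 on untransformed counts, and 0.913 and 0.9457 with a pseudocount of 0.25. Transcript and protein correlations without mitochondrial ribosomal proteins were 0.6135, 0.6116 and 0.5326 in Twnk, Tfam and Polrmt, and over proteins with adjusted p under 0.05 in the paper 0.5826, 0.5526 and 0.4095. Spearman's gave 0.4636 in Tfam and 0.3391 in Polrmt. Polrmt gave 0.3852 with nuclear genes alone, 0.3547 without a low-count filter and 0.3548 in 1 fit over all 40 libraries, and Mterf4 0.3691 without a low-count filter. With 3 to 5 mice per group, depth limits mainly the genes of low count, which the filter leaves out.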

Differences from the paper's values

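The values here were set beside the paper's by rules made before the data were examined, and no setting was chosen because it comes closer.

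The paper reports 38% of mitochondrial genes as differentially expressed in all 5 strains. Here 13.49% changed in one direction in all 5, and no alternative (DESeq2, DESeq2 size factors, no low-count filter, nuclear genes alone, 1 fit over all 40 libraries, a test against a fold change of 1.2, or a replicate block) reached the paper's value. The paper takes its mitochondrial genes from MitoCarta 2.0, and Supplementary file 7, which lists such genes, is cut off in the copy at hand, so the genes of Supplementary file 1 stand in. Over the 341 genes of the part that can be read, 315 were tested in every strain, and 14% of these changed in one direction in all 5 (17.5% with DESeq2). For age, the paper reports 14% of mitochondrial transcripts as changed, and here 7.729% did. DESeq2 gives a value within 1.5 times of the paper's, and the other alternatives (DESeq2 size factors, no low-count filter, nuclear genes alone, and a call in every comparison with the 4-week hearts) do not.

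For the correlation of transcript and protein log2 fold changes in the Tfam strain, the paper gives 0.486 and the value here is 0.515, and without mitochondrial ribosomal proteins 0.583 and 0.612. For both, the difference is closed without a low-count filter, in 1 fit over all 40 libraries and with Spearman's correlation, and remains with DESeq2, DESeq2 size factors, nuclear genes alone, a replicate block and proteins with adjusted p under 0.05 in the paper. In the Polrmt strain the paper gives 0.323 and 0.491, and the values here are 0.369 and 0.533. No alternative closes these. A difference is listed where it exceeds the jackknife standard error over libraries, 0.0262 in Tfam and 0.0091 in Polrmt. These errors also depend on which genes pass the filter in each fit. They do not measure the spread between mice alone, so a listed difference need not exceed that spread. The paper describes its values as those of significantly regulated transcripts and proteins. Those here are over every gene of Supplementary file 1 with both values, so the sets of genes may differ.

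The paper's RT-qPCR, a different assay with errors given as SEM, was set beside transcript levels as percent of control. For the deleted genes the paper's value and the one here are, for Twnk in the Twnk knockout, 3.85% and 80.1%, Tfam in the Tfam knockout, 11.4% and 54.5%, Polrmt in the Polrmt knockout, 8.75% and 44.6% and Mterf4 in the Mterf4 knockout, 17.5% and 50.6%. For other genes they are, for Ppargc1a in the Mterf4 knockout, 100% and 58.3%, Nrf1 in the Twnk knockout, 64% and 98.5%, Nrf1 in the Mterf4 knockout, 177% and 96.2%, Gabpa in the Mterf4 knockout, 117% and 52.6%, Atf4 in the Tfam knockout, 497% and 913%, Atf4 in the Mterf4 knockout, 1060% and 1700%, Coq4 in the Polrmt knockout, 143% and 58.8%, Coq8b in the Polrmt knockout, 422% and 263% and Pdss1 in the Polrmt knockout, 199% and 112%. None of the alternatives run (DESeq2, DESeq2 size factors, no low-count filter, nuclear genes alone, 1 fit over all 40 libraries, and in the Tfam strain a replicate block) closes any of these. By the rule, a pair is listed where the values differ by over 1.5 times and by more than the larger of the SD here and the paper's SEM. Atf4 in the Twnk and Polrmt knockouts, with 269% and 336% in the paper and 539% and 696% here, differs by over 1.5 times but by less than the SD here (316% and 396%).

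The paper states that most mitochondrial transcripts that changed went down. Of the genes changed in all 5 strains here, 40 were higher and 45 lower, and lower ones were also the more frequent in the Twnk, Tfam, Lrpprc and Mterf4 knockouts, but in the Polrmt knockout 125 were higher and 80 lower. The paper describes mitochondrial ribosomal RNA in the Mterf4 knockout as raised. Here mt-Rnr2 had 0 or 1 counts in 2 of 3 knockout libraries, and the third had 1.01 per nuclear count beside 1.24 to 1.41 in controls. The paper analysed mtDNA-encoded RNAs separately, with copies of mtDNA in the nuclear genome masked and reads filtered to proper pairs, and the deposited count tables used here are not described as coming from that analysis.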

Other observations

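The regroupings and the comparison with RT-qPCR reported here were planned, and the checks of replicate numbers and copied counts were run without a prediction.

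Regrouping the libraries within a strain tells whether chance is excluded. For changed genes the share lay under that bar in each strain, with 1 of 56, 56, 35, 35 and 56 regroupings as large, the real one, in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts: 3504, 3492, 4664, 3442 and 4962 genes, against 7, 9, 8, 7 and 8 in the highest other regrouping. The share lay under it for mitochondrial genes too, with 1 as large in each strain and 241, 219, 205, 194 and 276 genes against 2, 1, 1, 1 and 2. For genes changed in all 5 strains and mitochondrial genes changed in all 5, 1 of 100 drawn regroupings was as large, with 1284 and 85 genes against 0 and 0 in the highest other, counted with edgeR's adjusted p alone. Other regroupings of a single strain gave at most 7 to 9 genes, so an overlap of 0 follows from them. This count over 5 strains is therefore no further test. For mitochondrial genes that differ with age, 1 of 100 was as large, with 49 against 1.

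For gene lists called by camera, chance is not taken as excluded in any strain. In the Polrmt knockout 27 lists were called, against 26 in the highest other regrouping (1 of 35 as large). In Mterf4 another regrouping gave more lists (31 against 33, 2 of 56 as large). Both shares lie under the planned bar of 1 in 20, but camera with an estimated correlation called 0 and 3 lists there. The Twnk (42 against 45, 6 of 56), Tfam (32 against 37, 6 of 56) and Lrpprc knockouts (30 against 30, 2 of 35) lie over that bar.

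Of 20 p53 target genes, 12, 7, 11, 10 and 14 were higher in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts (12, 11, 11, 11 and 14 adjusted over the list alone), and 7 in all 5, Bax, Ephx1, Gadd45a, Perp, Plk2, Sesn2 and Tnfrsf10b. Camera put the list above other genes in the 5 knockouts, but adjusted p = 0.0566, 0.198 and 0.33 with an estimated correlation in the Twnk, Tfam and Polrmt knockouts. Without Lrpprc C2 the Lrpprc count was 6. Sesn2, a stress-induced regulator of growth, had log2 fold changes of 2.82 to 3.89 (standard errors 0.17 to 0.40, largest adjusted p = 0.00095).

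In the authors' deposited table of each strain, 4563, 4615, 5519, 4410 and 5691 genes have an adjusted p under 0.05 in the Twnk, Tfam, Polrmt, Lrpprc and Mterf4 knockouts. In the authors' deposited tables together, 1650 genes pass in all 5 strains, 991 of them higher and 658 lower in all 5. In the authors' deposited tables, 102 genes of the list of mitochondrial proteins pass in all 5 (43 higher, 59 lower), 15.9% of the list.

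Of 85 pairs of a gene and a strain with the paper's RT-qPCR, 72 lay on the same side of 100% of control and 70 within 1.5 times. Without the deleted genes, 67 of 80 lay on the same side. Replicate numbers of the Tfam labels do not pair libraries, with correlations of -0.0401 to 0.013 between the 3 knockout and control libraries that share a number, and the count tables hold no copied library (chi-square per degree of freedom 51.47 to 232.7 over 63 pairs).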
